# Transcriptome dynamics in early zebrafish embryogenesis determined by high-resolution time course analysis of 180 successive, individual zebrafish embryos

**DOI:** 10.1186/s12864-017-3672-z

**Published:** 2017-04-11

**Authors:** Han Rauwerda, Johanna F. B. Pagano, Wim C. de Leeuw, Wim Ensink, Ulrike Nehrdich, Mark de Jong, Martijs Jonker, Herman P. Spaink, Timo M. Breit

**Keywords:** Maternal RNA, Individual transcriptome, Zebrafish, *Danio rerio*, Embryogenesis, Gastrulation

## Abstract

**Background:**

Recently, much progress has been made in the field of gene-expression in early embryogenesis. However, the dynamic behaviour of transcriptomes in individual embryos has hardly been studied yet and the time points at which pools of embryos are collected are usually still quite far apart. Here, we present a high-resolution gene-expression time series with 180 individual zebrafish embryos, obtained from nine different spawns, developmentally ordered and profiled from late blastula to mid-gastrula stage. On average one embryo per minute was analysed. The focus was on identification and description of the transcriptome dynamics of the expressed genes in this embryonic stage, rather than to biologically interpret profiles in cellular processes and pathways.

**Results:**

In the late blastula to mid-gastrula stage, we found 6,734 genes being expressed with low variability and rather gradual changes. Ten types of dynamic behaviour were defined, such as genes with continuously increasing or decreasing expression, and all expressed genes were grouped into these types. Also, the exact expression starting and stopping points of several hundred genes during this developmental period could be pinpointed. Although the resolution of the experiment was so high, that we were able to clearly identify four known oscillating genes, no genes were observed with a peaking expression. Additionally, several genes showed expression at two or three distinct levels that strongly related to the spawn an embryo originated from.

**Conclusion:**

Our unique experimental set-up of whole-transcriptome analysis of 180 individual embryos, provided an unparalleled in-depth insight into the dynamics of early zebrafish embryogenesis. The existence of a tightly regulated embryonic transcriptome program, even between individuals from different spawns is shown. We have made the expression profile of all genes available for domain experts. The fact that we were able to separate the different spawns by their gene-expression variance over all expressed genes, underlines the importance of spawn specificity, as well as the unexpectedly tight gene-expression regulation in early zebrafish embryogenesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3672-z) contains supplementary material, which is available to authorized users.

## Background

How and when genes are expressed is an important topic in contemporary life-sciences research. Over the past decades, supported by a steep increase in the quality of omics technologies, many new insights on gene-expression regulation were gained with respect to promotors, enhancers, and a large variety of trans acting factors such as, transcription factors and miRNAs. Furthermore, by adjusting for instance rates of transcription, splicing, polyadenylation, nuclear export, ribosome access, and transcription elongation, gene expression can be timed in a precise fashion. A cell thus has a broad repertoire to realize a fine-tuned system of transcription dynamics that allows for localized, synchronized and timely expression of needed transcripts and proteins. Given the fact that the transcription elongation is on average about 2 kb/min [1, 2], genes can be switched on in the order of minutes. Hence, studying transcriptome dynamics can be a challenge, also given de complexity of the cellular mechanisms plus the now widely appreciated additional regulatory roles for RNA other than just being a messenger between DNA and proteins. Scientists studying transcriptome dynamics favour embryogenesis as an experimental system, because it provides a biological system in which RNA plays an important role in many of the regulatory processes. For example, cells can respond to differences in morphogen concentrations and via this realize a highly localized gene expression [3–5].

A well-studied model organism in this context is zebrafish (*Danio rerio*). In the past decade a number of studies has been published that provides much insight in the overall processes of early embryogenesis. These studies entail; global inventories of the zebrafish transcriptome in early embryogenesis [6–9]; dynamics of small [10, 11] and long [9] non-coding RNAs; differential isoform usage pre and post MZT [12]; the start of zygotic gene expression [13, 14]; transcription and translation dynamics during the maternal-to-zygotic transition (MZT) [15]; the role of polyadenylation in RNA stability [14, 16]; the diversity in 3’ UTRs during development with respect to alternative polyadenylation [17, 18]; the dynamics of the methylation state of the zygotic genome [19, 20]; and changing chromatin signatures around MZT [21, 22]. Complemented with extensive in-situ experiments this has resulted in a rapidly increasing insight of the complex transcriptome dynamics in early zebrafish embryogenesis. An aspect that has not been studied comprehensively yet, is the behaviour of transcriptomes in individuals and the behaviour of individual gene expression during embryogenesis. Besides our own study on individual unfertilized zebrafish eggs [23], all of the studies mentioned above were based on pooled samples and quite dispersed time points. The usage of a poly-A+ protocol in some studies sometimes complicates the interpretation of the results, given the fact that many maternal RNAs lack a poly-A tail.

To investigate the transcriptome at the level of an individual, we performed a high-resolution time course gene-expression experiment, in which on average one embryo per minute was measured from late blastula to mid gastrula stages, covering about three hours developmental time. In total 180 individual embryos were interrogated. The start of this series is well after the onset of the MZT, which implies that the vast majority of maternal mRNA in the embryo is replaced by zygotic mRNA. We should, by employing a poly-A+ protocol, be able to gain insight into the embryonic transcriptome program and its dynamics. At the same time, we anticipated that we might be able to pinpoint the exact starting and/or stopping points of individual genes. Given that genes usually operate in pathways that are organized as cascades, knowing consecutive starting points might help reconstruct embryonic pathways. Based on our previous findings in zebrafish eggs [23] that maternal gene expression has a significant mother-specific component, we introduced nine spawns in our experiment.

Our finding here showed an extremely tight embryonic transcriptome program over all individual embryos and we succeeded in defining a clear gene-expression profile for each of the 6,734 expressed genes. This allowed us to classify the gene-expression profiles in ten biologically interpretable classes, including genes that, during this embryonic stage become activated or are switched off. The resolution of our time course was such that we were even able to identify several oscillating genes. Similar to what we observed in our study on unfertilized eggs [23], were the clear spawn-specific effects on gene-expression in many of the expressed genes.

As our aim was to investigate transcriptome dynamics; we did not analyse the behaviour of genes in biological pathways. This should be done by relevant experts in the domains these genes are involved. As we were able to pinpoint the starting and stopping of genes, we feel that our dataset might prove to be a valuable resource for biological experts by their attempts to unravel and reconstruct cellular pathways. Besides the transcriptome data, we also provide an intuitive web-resource for convenient access to the expression profiles of all expressed genes: http://rnabiology.nl/Dr-Browser.html.

## Results

### Experiment set-up

Gene expression in early zebrafish development is quite dynamic, as can be inferred from the many differentially expressed genes (DEGs) found in studies with up to eight developmental sample points covering early embryogenesis [7–10, 14]. Especially from the mid blastula stages onward to the early gastrula stage, characterized by the formation of the yolk syncytial layer and the morphodynamic loss of symmetry followed by progressing epiboly plus cellular differentiation and cell migration [24], many genes are switched on, off, or show other differential expression. Because studies on embryogenesis typically use quite distant sample points, as well as pools of staged embryos [7–9], it is still quite unclear what the expression dynamics, including the inter-individual transcriptome differences, are of each gene in this embryonic phase.

Hence, we designed and executed a high-resolution time course experiment with many individual zebrafish embryos. 

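Each array carries the RNA of 1 zebrafish embryo at epiboly, when the blastoderm spreads over the yolk. The embryos come from 9 spawns of ABTL pairs collected on 5 days. Of 180 deposited embryos 179 are used, because the column of the array left out for surface effects holds no values. For 152 of them the sample labels and the supplementary table give the same embryo number, spawn and epiboly, and these are called settled embryos (11 to 23 per spawn). The other 27 enter the main tests only where neither spawn nor epiboly is needed. The authors amplified poly-A+ RNA, labelled it with Cy3 and hybridized it to NimbleGen arrays beside a Cy5 pool that served quality control only. They took log2 intensity without background removal, quantile normalized the probes called present and collapsed them into transcripts. Transcripts of an Ensembl gene are averaged here, embryos are ordered by the paper's rule, and slopes over position in that order are tested with limma and Benjamini-Hochberg adjustment. That order is built from the same arrays, so p-values of trends are not independent of it, and measured epiboly serves as the independent time variable. The number of arrays per spawn limits precision, and quantile normalization hides any change shared by most genes.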

Using microarray technology, the gene expression of 180 individual zebrafish embryos in a developmental period ranging from 40% epiboly (late blastula, ~5 hours post fertilization (hpf) to 80% epiboly (mid gastrula stage, ~8 hpf) was measured (Fig. 1). Thus, we effectively measured the embryonic transcriptome via, on average, about one embryo per minute during this period. In this developmental period the onset of the zygotic transcription that in zebrafish roughly coincides with the mid blastula transition (MBT) [7, 13, 14, 25] is tightly coordinated with the clearance of maternal transcripts [26] and from the late blastula stage onwards maternal transcripts are reported to be almost entirely cleared [6, 27]. Hence, it is assumed that from late blastula phase onward, embryos primarily contain zygotically expressed transcripts. These mRNAs also should have a regular poly-A tail, which can be short or absent for maternal RNAs. Therefore, we used a poly-A+ protocol for our microarray analysis, thereby focusing on zygotic mRNAs. Moreover, the increasing epiboly provided us with a crude, gradual phenotypic marker of embryonic development. As fertilization took place at different time points due to the multiple pushes by which the mothers released their eggs and because there are significant differences in developmental speed between embryos, it is impossible to use timed samples to obtain a developmentally-ordered sample series. Thus, a crude phenotypic marker was needed for the basic ordering of the embryos based on their developmental progress. 

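Spawns 4 and 5, collected on the same day, held the least advanced embryos, with measured epiboly from 43% to 63% in both (n = 23 each). Spawn 9 reached the highest value, 74%, and had a median of 50% (n = 11). Spawn 1 had the highest median, 60% (n = 15), and spawn 8 also had a median of 50% (n = 16).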

The percentage epiboly of a sample was determined by measuring the epibolic distance, from the animal pole to the progressing epibolic border, in the photographs of each embryo at the time of sampling (Additional files 1 and 2). Spawns from nine different zebrafish pairs were used (Additional file 3). 

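Spawns 4 and 5 gave 23 settled embryos each, spawn 6 gave 19, spawn 2 gave 18, spawn 8 gave 16, spawns 1 and 7 gave 15 each, spawn 3 gave 12 and spawn 9 gave 11. Spawn 3 is the only one collected alone on its day, whereas the others share a day in pairs (1 with 2, 4 with 5, 6 with 7 and 8 with 9). The embryos of each spawn were spread over 8 to 12 of 13 slides. RNA integrity numbers ran from 7 to 9.7.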

All but one microarray (gFG_465103A06, due to surface effects) passed the minimum criteria for quality assessment of microarrays, therefore 179 samples were used in the further analyses.

**Fig. 1:**
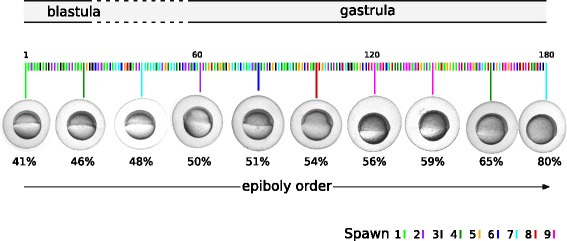
Individual transcriptomes were established of 180 embryos from 9 different spawns (parents) in a developmental stage ranging from late blastula to mid gastrula (approximately 5 to 8 h post fertilization, hpf). The developmental stage was samples with an average of one embryo per minute. Each embryo was photographed and several metrics were recorded (Additional file 1). Here ten embryos are shown with increasing epiboly from left to right

### Epiboly-expressed genes

Transcriptome analysis typically starts with determining which genes are expressed somewhere during the investigated developmental stage. 

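The expressed genes include nearly every member of the ribosome, spliceosome and proteasome gene lists and few vessel, muscle or Hox genes. The deposited table holds 16,339 transcripts, of which 11,058 carry an Ensembl identifier and 5,281 do not. The 11,058 belong to 6,734 Ensembl genes, and 3,733 of these have a single transcript, 1,988 have 2, 795 have 3 and 218 have more. The median level was 12.03 log2 units over genes (5th percentile 10.46, 95th percentile 15.19, n = 179 embryos) and 11.44 over transcripts without an Ensembl gene.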

In our experiment, we identified 12,015 (17%) expressed transcripts and 58,291 (83%) non-expressed transcripts, which translates into 6,734 (30%) Ensembl-defined expressed and 15,938 (70%) Ensembl-defined non-expressed genes (Additional file 4). As expected, epiboly-expressed genes show a significantly higher expression than the non-expressed genes (Additional file 5).

Like reported before, pathway over-representation analyses revealed that gene expression in epiboly is rather focused on basal cellular processes such as splicing, translation or cell cycle (Table 1) and not so much on cellular signalling such as ligand-receptor interaction or cell adhesion. 

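Of the core translation, splicing and protein turnover machinery, the expressed table holds 80 of 81 ribosomal protein genes, 71 of 71 spliceosome genes and 37 of 37 proteasome genes. It also holds 28 of 30 DNA replication genes, 43 of 53 cell cycle genes and 59 of 72 genes of oxidative phosphorylation. Genes of tissues that form later were rarer, with 3 of 15 blood and vessel genes, 3 of 13 muscle and heart genes and 2 of 14 Hox genes. Signalling lists ranged widely, with 16 of 18 Wnt genes and 13 of 15 Fgf genes, shares above those of cell cycle and oxidative phosphorylation. The table also holds 11 of 15 Nodal genes, 13 of 20 ventral and BMP genes and 6 of 13 retinoic acid genes. Each list was fixed from general knowledge before the values were read.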

Most over-represented pathways were also found for maternal RNAs as present in zebrafish eggs, which is to be expected given the high overlap with maternally-expressed genes. However, this does not fit well with the generally-accepted theory that maternal RNA is only used for the pre-gastrula development, then is subsequently cleared and replaced by zygotic RNA that is specific for gastrula development.

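Maternally supplied genes were still measured in these embryos and most of them fell. Over 179 embryos, 15 of 19 measured genes of the maternal list fell and 1 rose, also when adjusted over the list alone. Cyclin A1 (ccna1), an early cleavage cyclin, went from 15.12 ± 0.30 to 12.33 ± 0.56 log2 units between the 15 first and the 15 last embryos of the order (mean ± SD), and cldnd, a maternal claudin, from 15.42 ± 0.54 to 12.84 ± 0.74. The RNA-binding protein gene ybx1 rose from 14.95 ± 0.23 to 15.60 ± 0.19. In the germ plasm list 7 of 9 genes fell and 1 rose, with nanos3 going from 12.12 ± 0.47 to 11.17 ± 0.41 and celf1 rising from 12.18 ± 0.27 to 12.57 ± 0.17. With limma camera the maternal list was lower later (adjusted p = 6.17e-05), as was the germ plasm list (adjusted p = 0.0142), although with estimated correlations the adjusted p was 0.0511 and 0.158. A poly-A+ protocol cannot separate maternal from zygotic copies of a transcript.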

**Table 1:** Top 10 over-represented KEGG pathways associated with the non-expressed (upper panel) and expressed (lower panel) genes in this time series and their associated p-values. The IE rank column gives the rank of the pathway in an overrepresentation analysis of respectively non-expressed and expressed genes in a study on individual non-fertilized zebrafish eggs [23]

	*p*-value	IE rank
Non expressed associated KEGG-Term		
Neuroactive ligand-receptor interaction	1.36E-38	1
Calcium signaling pathway	9.63E-17	2
Cytokine-cytokine receptor interaction	6.52E-09	4
Cell adhesion molecules (CAMs)	1.17E-05	3
ECM-receptor interaction	8.75E-04	6
MAPK signaling pathway	9.34E-04	8
Chondroitin sulfate biosynthesis	1.39E-03	-
Phosphatidylinositol signaling system	1.58E-03	-
GnRH signaling pathway	4.35E-03	11
Toll-like receptor signaling pathway	4.44E-03	14
Expressed associated KEGG-Term		
Spliceosome	3.83E-26	2
Ribosome	2.87E-25	1
Cell cycle	2.84E-10	11
Oxidative phosphorylation	2.07E-09	4
Proteasome	7.45E-07	17
DNA replication	8.68E-06	10
Ubiquitin mediated proteolysis	3.21E-05	3
RNA degradation	5.37E-05	5
Pyrimidine metabolism	1.43E-04	13
Nucleotide excision repair	3.24E-04	8

### A strict embryonic gene-expression program

As measuring the percentage epiboly is quite error prone, for instance due to the orientation of the embryo under the microscope, plus the known fact that the increase of epiboly does not proceed at a constant pace during embryogenesis [25], we applied a bioinformatics procedure to determine the actual developmental ordering of the selected embryos. After data normalization, a developmental order for the embryos was established based on a training subset of continuously *increasing* gene-expression genes. 

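The increasing training set includes dlx3b, fabp1b.2 and tfa. Between the 10 embryos of lowest and the 10 of highest measured epiboly, dlx3b, a marker of the neural plate border, went from 10.17 ± 0.41 to 13.77 ± 0.62 log2 units, and the lipid binding gene fabp1b.2 from 11.23 ± 0.58 to 14.35 ± 0.67 (mean ± SD). The transferrin gene tfa went from 11.56 ± 0.82 to 13.97 ± 0.44. A total of 105 transcripts met the rule, which asks for a mean under 12 at the low end and over 13 at the high end or the reverse. The low end covered 43% to 45% epiboly and the high end 69% to 74%.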

We checked this approach by also establishing a developmental order using a training subset continuously *decreasing* gene-expression genes. 

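The decreasing training set includes h1m, wee2 and ndr1. From the least to the most advanced 10 embryos, the oocyte linker histone gene h1m went from 13.08 ± 0.31 to 10.81 ± 0.37 log2 units, the oocyte kinase gene wee2 from 13.67 ± 0.51 to 11.40 ± 0.38 and 1 of the transcripts of the Nodal ligand gene ndr1 from 13.74 ± 0.53 to 11.03 ± 0.39 (mean ± SD). The set counts 114 transcripts.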

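The order from increasing transcripts and the order from decreasing transcripts gave rho = 0.977 and r = 0.977 over 179 embryos (0.976 without the 2 farthest embryos). Against measured epiboly of the 152 settled embryos, position gave rho = 0.794 and r = 0.785 (0.786 without the 2 farthest). Each permutation p, and each adjusted p over 3 relations, was 1e-05, the smallest the permutations can give. Within spawns rho between position and epiboly was highest in spawn 5 (0.865, n = 23) and lowest in spawn 9 (0.40, n = 11, permutation p = 0.22; r = 0.843, permutation p = 0.012) and spawn 2 (0.468, n = 18, permutation p = 0.052). In the other spawns rho was 0.729 in spawn 1, 0.762 in spawn 3, 0.708 in spawn 4, 0.525 in spawn 6, 0.707 in spawn 7 and 0.624 in spawn 8. The paper takes the likeness of the 2 orders as a sign that the procedure works.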

We are confident that this approach is effective, because these independently obtained developmental orders are quite similar (Additional file 6). 

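Of the 114 decreasing training transcripts, ordered by the increasing ones, 113 had less variance about their line than in the order of measured epiboly, with a median variance ratio of 0.455. Ordered by the decreasing transcripts, so did all 105 increasing ones (median ratio 0.49). Among 9,514 further transcripts with a trend over measured epiboly, 92.4% had less variance in the increasing order and 91.6% in the decreasing order. Over all 16,120 transcripts outside the training sets the counts were 13,260 (82.3%) and 13,325 (82.7%), with median variance ratios of 0.932 and 0.925. The 152 settled embryos enter this comparison, because it needs their measured epiboly.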

More importantly in both cases all test genes exhibited less variance over the whole developmental course as compared to the basic epiboly-estimated order (Additional file 6). 

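Spawns 8 and 9, with the lowest median positions (46.5 and 38), had the lowest mean PC1 scores, -15.59 ± 15.65 (n = 16) and -15.73 ± 18.11 (n = 11). Their embryos still reached up to positions 143 and 165. Spawns 1 and 3, most advanced by position, had means of 17.96 ± 15.14 (n = 15) and 17.90 ± 10.79 (n = 12). PC1 carried 36.6% of the variance of 6,734 genes (bootstrap SD 1.57), and PC1 against position gave rho = 0.983 and r = 0.983 (0.982 without the 2 farthest embryos; n = 179; permutation p and adjusted p over 3 relations 1e-05, the smallest possible).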

The developmental order aligns almost perfectly with the Principal Component’s first axis (explaining 37% of the variance) in a PCA on all 6,734 epiboly-expressed Ensembl genes (Fig. 2). This implies that during this developmental period gene-expression is quite strictly regulated. It also appeared that the variation (on the PC2 axis, explaining 6% of the variance) decreased at the end of our time course as an indication of even more strict regulation (Fig. 2). 

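Spawns 8 and 9, which sit at the negative end of PC2, gave 9 and 9 of the 51 settled embryos among the first 60 positions but 2 and 1 of the 50 among the last 60. Spawn 3, also negative, went the other way with 0 early and 7 late, and spawns 1 and 2 gave 2 and 2 early and 11 and 9 late. The SD of PC2 was 9.55 over the first 60 embryos and 7.00 over the last 60, a variance ratio of 1.86 (permutation p = 0.0066). About the means of the spawns the SD was 2.37 early and 2.56 late, a ratio of 0.858 (permutation p = 0.63). PC2 carried 5.99% of the variance (bootstrap SD 0.453). The paper takes the apparent narrowing at the end as a sign of stricter regulation.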

The striking strict gene-expression regulation becomes apparent in the gene-expression plots of the ordered embryo samples (Fig. 3b-d). 

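The ubiquitin ligase gene fbxl14a and the NF-kappaB inhibitor gene nfkbiab barely moved, and their embryos hug the fitted line. The level of fbxl14a was 15.52 ± 0.11 log2 units in the 15 first and 15.29 ± 0.10 in the 15 last embryos, and that of nfkbiab 11.91 ± 0.16 and 12.03 ± 0.11 (mean ± SD). A gene can change much and stay tight, as cnot8 of the deadenylase complex did, falling from 16.80 ± 0.15 to 14.68 ± 0.19. The cullin ligase subunit gene rbx1 was more variable, at 14.98 ± 0.30 and 15.11 ± 0.35.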

There are many genes that show an extreme consistent gene expression over all embryos (Fig. 3b). Also, most expressed genes show limited variability and small distance to a fitted line (DTFL): 96% ≤ 0.4 DTFL (Fig. 3a). These findings are even more amazing, if one realizes that the depicted samples are individual embryos from different spawns, selected on different days, and analysed individually by a complex laboratory technique. 

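Constant genes were about as tight as changing genes, with a median distance to the fitted line of 0.158 log2 units (2,342 genes) against 0.164 for increasing genes (2,137) and 0.166 for decreasing genes (2,255). Starting genes reached 0.186 (273 genes) and stopping genes 0.183. A distance of at most 0.4 was met by 96.8% of 6,734 genes, of at most 0.2 by 71.2% and of at most 0.1 by 5.57%. The 95% binomial interval of the first share over genes was 96.4 to 97.3, which leaves out the spread between embryos and spawns. The distances are of log2 values after quantile normalization and over 179 embryos.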

Apparently, there is quite a remarkable precise developmental program in place for gene expression during this embryonic development phase.

**Fig. 2:**
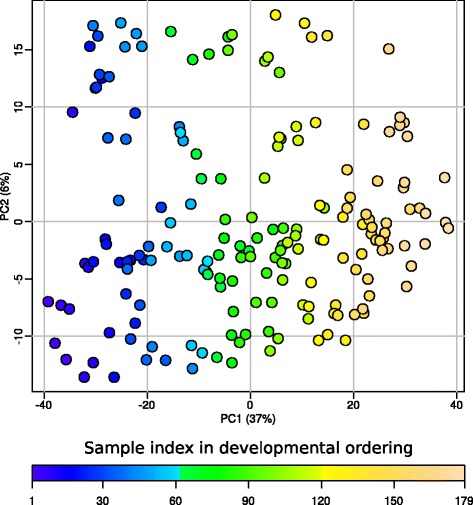
A Principal Component Analysis (PCA) plot of the expression levels of the expressed Ensembl genes. The variance explained by the components is indicated between brackets as percentages. The colouring of the embryos is by developmental order (cf. Materials & Methods, Establishing the Sample Order)

**Fig. 3:**
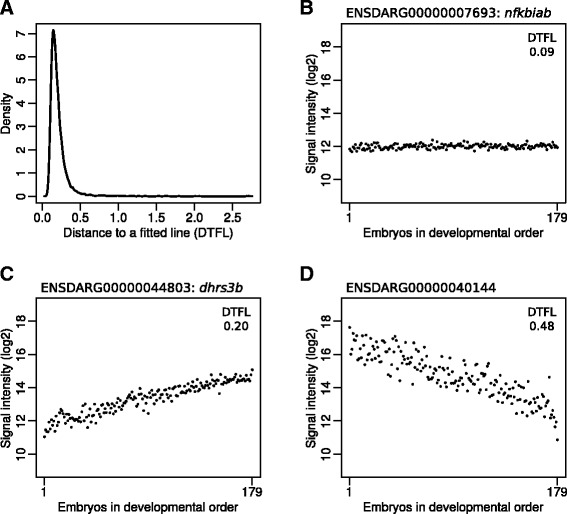
Tight gene-expression regulation in the late blastula and early gastrula stages in zebrafish embryogenesis. **a** Density of the median distance to a fitted lowess line (DTFL) of all expressed Ensembl genes. **b**-**d** Three examples showing the profiles of genes with an increasing DTFL. 98.3% of all expressed genes have a DTFL < 0.48

This is underlined by the fact that we were able, by just visual inspection of all gene-expression profiles, to identify four genes that displayed a clear oscillatory gene expression during this embryonic development: *deltaC*, *her1*, *her15.1* and *her7* (Fig. 4b and Additional file 7). 

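In the order from increasing transcripts, residuals about the trend followed a sine wave beyond the permutation limit in the segmentation clock genes her1, dlc, her15.1 and her7 and in no other gene. The wave took 33.6% of the residual variance of her1 at 2.5 cycles, 29.2% of dlc at 2.5 cycles, 22.8% of her15.1 at 2.75 cycles and 20.1% of her7 at 2.75 cycles (n = 179; permutation p adjusted with Benjamini-Hochberg 0.0168 each). Unadjusted, 567 of 6,734 genes had a permutation p under 0.05. The next genes were kctd15a (13.9%, adjusted permutation p 0.081) and zgc:85869 (12.9%). In the order from decreasing transcripts her1, dlc and her7 stayed (adjusted permutation p 0.013), her15.1 did not (0.48), and zgc:85869 and rprd2a passed. The paper names these genes from visual inspection and states that they are known as oscillators of later stages.

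**Figure D1:**
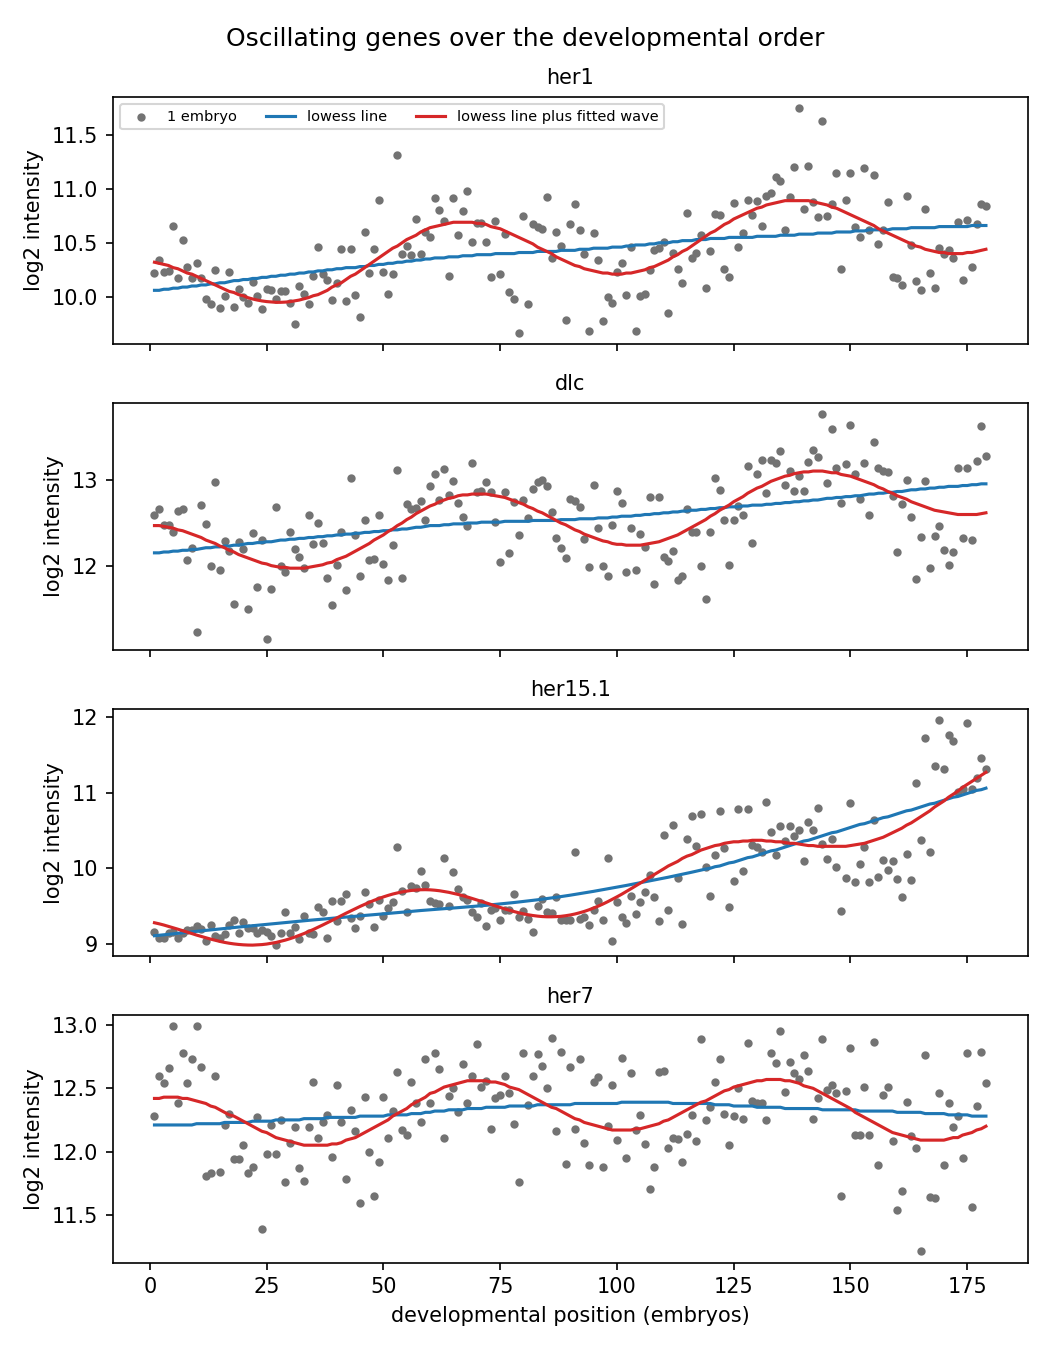
Log2 intensity of her1, dlc, her15.1 and her7 over developmental position, 1 point per embryo (n = 179), with the fitted trend and wave.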

All four genes are reported as oscillating genes, although usually in a later embryonic stage [28, 29]. These findings demonstrate that the ordering of embryonic samples it quite good and that the transcriptome organizations, even over embryos and spawns, is extremely regulated.

**Fig. 4:**
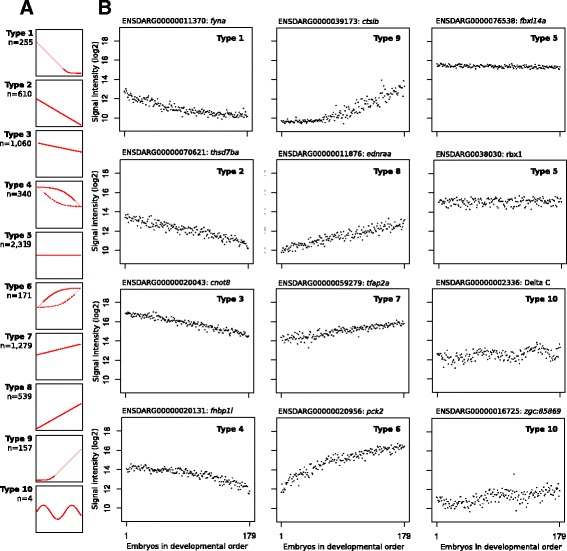
Categorization of gene-expression profiles in the late blastula and early gastrula stages (~5 hpf. to 8 hpf.). **a** 10 profile types are distinguished. n, number of genes. **b** Examples for each type of gene-expression profile

### Types of gene-expression profiles

Because the observed gene-expression profiles in our high-resolution time-course are quite distinct, it is possible to analyse the transcriptome dynamics by categorizing these profiles. For this, we defined ten overall types of gene-expression profiles, each of which represent a logical and biologically significant behaviour (Fig. 4). As can be expected, these gene-expression profile types blend together, so we applied arbitrary thresholds to three modes of dynamic behaviour: up, down or oscillatory gene expression; to continuous or discontinuous behaviour; and to the observation of ‘starting’ or ‘stopping’ of gene expression in this developmental stage.

Although this study covers about 3 hours of embryonic development and apart from the four oscillatory genes (Fig. 4, type 10), we did not encounter any gene that clearly peaked within this period, neither up nor down. This means that during early gastrulation gene-expression in general changes rather gradually. Also, about one-third of the expressed genes showed a constant expression profile (type 5), whereas one-third showed an increasing and one-third a decreasing gene expression. 

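With a lowess span of 2/3 no gene rose to a peak or sank to a dip of at least 1 log2 unit between positions 30 and 150, and with a span of 1/3 the kinase gene nek7 alone did (a peak of 1.05). That peak lay at position 41, near the median position of spawn 8 (46.5). As a gene of the paper's multilevel list, nek7 was higher in spawn 8 than in spawn 3, so spawn and time are not separated there. The largest dip was that of the guanine exchange factor gene prex1 (0.76 log2 units at position 88), followed by the Kruppel-like factor gene klf2a (0.66 at position 103) and the Nodal antagonist gene lft2 (0.60 at position 88). Among peaks the transcription factor gene tfec (0.63 at position 91) and the ephrin ligand gene efnb2a (0.57 at position 89) came highest. At a size of 0.5 there were 3 peaks and 3 dips. A quadratic term over position passed limma with Benjamini-Hochberg adjustment in 2,206 genes (32.8%), with efnb2a at 2.95e-41 and klf2a at 1.32e-28. The extremes were read from a lowess line with no test of their size. Such wide spans flatten brief extremes, so smaller or briefer ones than these are not excluded.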

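Retinoic acid genes and most cell movement genes rose over the series. All 6 measured retinoic acid genes rose, with the reductase gene dhrs3b going from 11.79 ± 0.46 to 14.56 ± 0.20 log2 units and the synthesis gene aldh1a2 from 11.97 ± 0.18 to 13.98 ± 0.19 (mean ± SD of 15 embryos at each end). In the convergence and extension list 8 of 11 genes rose and 2 fell, with N-cadherin (cdh2) going from 13.49 ± 0.33 to 15.59 ± 0.20 and wnt11 from 13.93 ± 0.19 down to 13.14 ± 0.27. Both lists were higher later with limma camera (adjusted p 0.000654 and 0.00662) and also with estimated correlations (adjusted p 0.0197 and 0.0273). In the list of the yolk syncytial layer 8 of 12 genes rose and 2 fell, with mxtx2, its early regulator, falling by 0.51 per 60 positions (SE 0.02). The limma camera adjusted p of that list was 0.0281, and 0.218 with an estimated correlation. In the neural ectoderm list 9 of 16 genes rose and 3 fell, with otx1b going from 11.46 ± 0.18 to 13.07 ± 0.28 and her5 from 12.48 ± 0.42 down to 11.06 ± 0.23. Its limma camera adjusted p was 0.0389, and 0.218 with an estimated correlation.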

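The repressor gene her9 had the steepest linear slope over all positions, rising from 12.23 ± 0.58 to 15.96 ± 0.21 log2 units between the 15 first and 15 last embryos (mean ± SD; slope 1.49 per 60 positions, SE 0.05, adjusted p = 1.6e-68 by limma with Benjamini-Hochberg, n = 179). The mitochondrial carboxykinase gene pck2 rose from 12.49 ± 0.56 to 16.34 ± 0.22 (slope 1.31, SE 0.04) and apoa1a, an apolipoprotein of the yolk syncytial layer, from 12.13 ± 0.37 to 15.40 ± 0.36 (slope 1.1, SE 0.04). The pluripotency factor gene nanog fell from 17.47 ± 0.21 to 14.44 ± 0.58 (slope -1.16, SE 0.04, adjusted p = 1.15e-76 by limma) and the zinc finger gene cth1 from 15.46 ± 0.24 to 12.56 ± 0.46 (slope -1.07, SE 0.03). By an angle of 0.1 degrees and the limma test, 2,137 genes (31.7%) increased, 2,255 (33.5%) decreased and 2,342 (34.8%) counted as constant. The test without the angle was passed by 5,518 genes (81.9%), so constant here means a small slope. With measured epiboly as the time variable 2,092 of the increasing and 2,184 of the decreasing genes passed in the same direction and 0 in the opposite one. Of the 4,392 changing genes 3,324 had the same sign of slope in all 9 spawns.

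**Figure D2:**
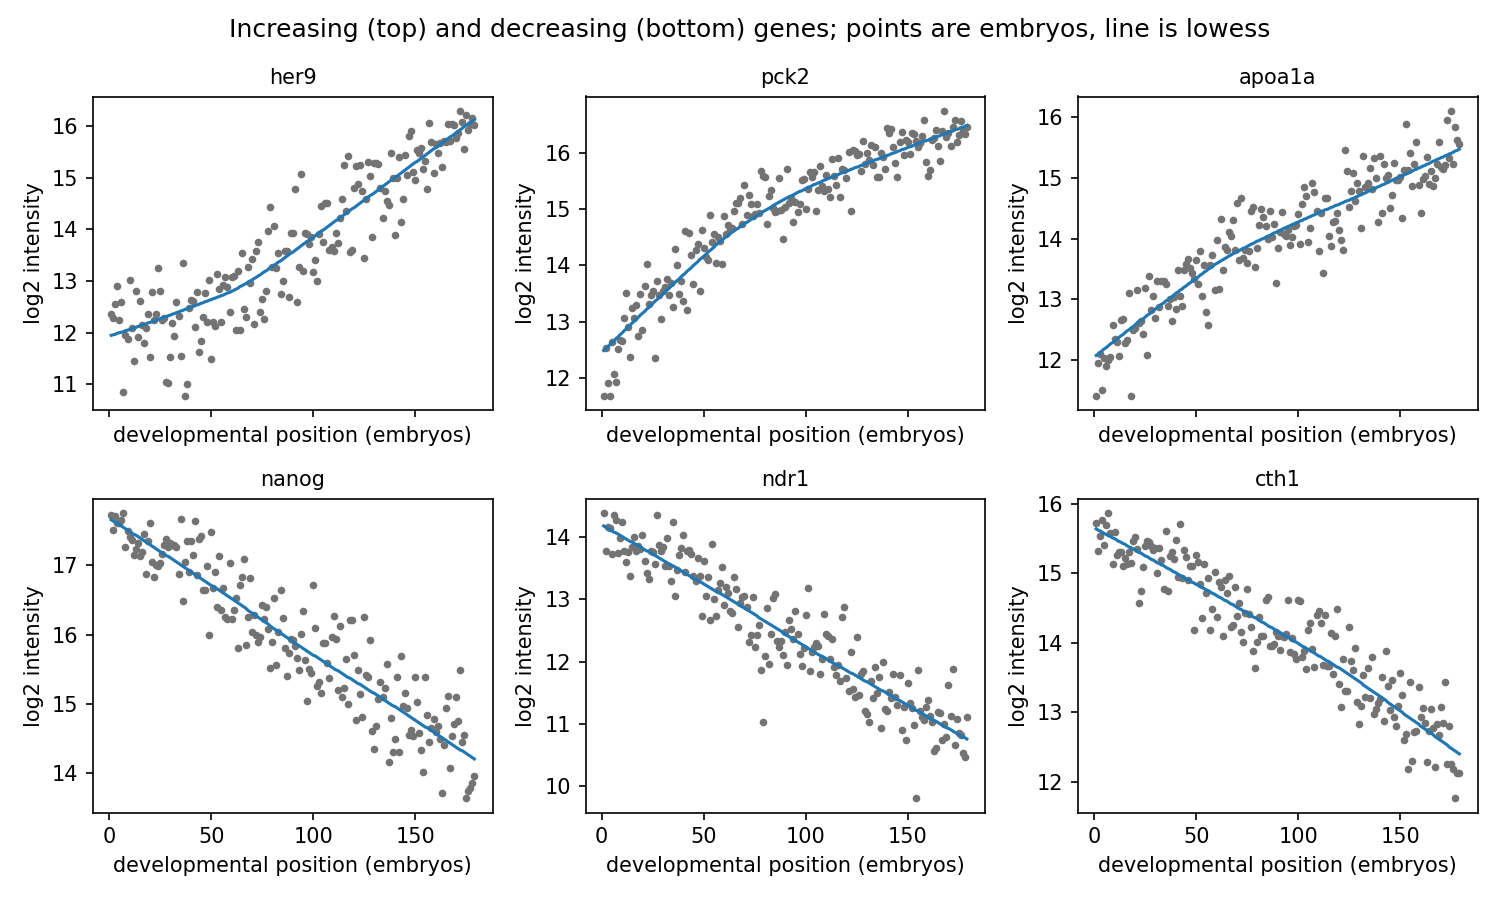
Log2 intensity of her9, pck2 and apoa1a, which increased, and of nanog, ndr1 and cth1, which decreased, over developmental position, 1 point per embryo (n = 179), with a lowess line.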

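Most measured genes of the paraxial mesoderm, enveloping layer and Wnt lists rose, while most Nodal genes fell. In the paraxial mesoderm list 11 of 15 genes rose and 2 fell, with msgn1, a presomitic regulator, going from 13.63 ± 0.58 to 16.14 ± 0.27 log2 units (mean ± SD of 15 embryos at each end). In the list of the enveloping layer, the outer epithelium of the embryo, 16 of 20 genes rose and 2 fell, with krt17 going from 11.61 ± 0.28 to 13.91 ± 0.33 and grhl3 from 15.72 ± 0.16 down to 14.76 ± 0.19. In the Wnt list 13 of 16 genes rose, sp5l among them (slope 0.69, SE 0.03), and 2 fell, among them the antagonist gene dkk1b (slope -0.63, SE 0.03). In the segmentation clock list 7 of 8 genes rose and 0 fell. In the Nodal list 7 of 11 genes fell and 2 rose, with ndr1 going from 13.94 ± 0.30 to 11.01 ± 0.38 and mixl1 from 14.25 ± 0.27 to 11.93 ± 0.49. Counts adjusted over each list alone were equal. With limma camera the adjusted p was 0.00662 for paraxial mesoderm, 0.000654 for the enveloping layer, 0.00121 for Wnt, 0.00771 for the segmentation clock and 0.0126 for Nodal. With estimated correlations the adjusted p was 0.0829 for the 4 rising lists and 0.158 for Nodal.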

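The cathepsin gene ctslb went from 9.65 ± 0.11 to 13.02 ± 0.43 log2 units and the caudal homeobox gene cdx4 from 9.87 ± 0.18 to 12.00 ± 0.37, both starting at the level taken as off (mean ± SD of 15 embryos at each end). The endothelin receptor gene ednraa started from 10.11 ± 0.23 and reached 12.62 ± 0.31. The Src kinase gene fyna ended at 10.32 ± 0.26 after starting at 12.34 ± 0.40, and the caspase gene casp8 ended at 10.30 ± 0.28 after 11.66 ± 0.18. With an off level at the 5th percentile of gene levels, 273 increasing genes (4.05% of all) started and 5.66% of all genes stopped. At the 2.5th percentile these were 169 starting and 245 stopping genes, and at the 10th 422 genes started. Those also discontinuous were 96 starting (1.43%) and 124 stopping genes (1.84%). The off level stands in for the authors' present calls, which are not part of the deposited table.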

Within the latter groups there are several genes that were clearly switched-on (type 9; 2.3%) or switched-off (Fig. 4, type 1; 3.8%) during this embryonic stage. However, of the genes with changing expression, the gradually up (type 8) or gradually down (type 3) were most prevalent. 

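Genes of protein synthesis and turnover rose more often than they fell. Of 80 ribosomal protein genes 75 rose and 0 fell, with rpl5a going from 12.71 ± 0.48 to 14.28 ± 0.30 log2 units (mean ± SD of 15 embryos at each end). In the proteasome list 24 of 37 genes rose and 2 fell, in oxidative phosphorylation 36 of 59 rose and 9 fell, and in the spliceosome 25 of 71 rose and 4 fell, snrpb2 among the latter (slope -0.28, SE 0.02). Camera of limma gave adjusted p 6.16e-17 for the ribosome, 0.00137 for the proteasome, 0.00121 for oxidative phosphorylation and 0.0281 for the spliceosome. With estimated correlations the adjusted p was 0.0511, 0.252, 0.251 and 0.252. In the cell cycle list 8 of 43 genes rose and 14 fell, with ccne1 going from 15.66 ± 0.29 to 14.18 ± 0.27 (limma camera adjusted p 0.216). Continuous profiles were met by 1,813 increasing and 1,667 decreasing genes, and discontinuous ones by 324 and 588 at a ratio limit of 0.95, against 125 and 241 at 0.90.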

If we examine the rate of change, it is clear that the starting (type 9) and stopping genes (Fig. 4, type 1) have the steepest slope, on average respectively 1.33 FC/hour (fold change per hour) and 1.28 FC/hour (Additional file 8) and the lowest intensities (Additional files 9 and 10).

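At her9, the gene with the steepest linear slope, the change was 2.82 fold per hour, if 60 positions are taken as 1 hour as the paper's sampling density implies. By the same measure the steepest decreasing gene, ENSDARG00000040144, changed 2.62 fold per hour, and its level went from 16.53 ± 0.69 to 12.64 ± 0.91 log2 units (mean ± SD of 15 embryos at each end). Starting genes averaged 1.39 fold per hour (273 genes) and stopping genes 1.32, against 1.24 over all 4,392 changing genes. The discontinuous ones among them averaged 1.52 (96 starting) and 1.34 (124 stopping). Their median levels were 10.56 log2 units for starting and 10.52 for stopping genes, against 12.45 for other increasing and 12.21 for other decreasing genes. Low level is part of the definition of both groups, and intensities of different probes are not comparable as amounts.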

For the starting (type 9) and stopping genes (type 1) the expression starting and stopping points are within this developmental stage. 

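Among starting genes, ednraa left the off level at position 16, the Notch regulator gene nrarpa at 45, cdx4 at 64, dlx3b at 96, the myogenic gene myf5 at 113 and hoxb1b at 148 of 179. Among stopping genes, mxtx2 reached it at 35, fyna at 97, the G protein regulator gene rgs14a at 109 and casp8 at 129. A starting point could be placed for 201 genes, of which 95 (47%, 95% interval 40 to 54) lay before the midpoint of the order. A stopping point could be placed for 292 genes, of which 132 (45%, interval 39 to 51) lay after it. That share was 64.3% with an off level at the 2.5th percentile of gene levels and 35% at the 10th, so its side of the midpoint depends on the level taken as off. Among discontinuous genes 12 of 83 starting points (14%, interval 7.7 to 24) lay before the midpoint and 25 of 113 stopping points (22%, interval 15 to 31) after it, but at the 2.5th percentile 47% (interval 36 to 59) of the latter did. Discontinuous starting and stopping genes had median levels of 10.18 and 10.42 log2 units, under the off level of 10.46 used for all genes. That can by itself place their starts late and their stops early, so their shares do not settle the side of the midpoint. Over all placed genes the median position was 91 for starting and 85.5 for stopping genes.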

Overall is seems that there are relatively more genes starting in the first half of this phase and more stopping in the second half (Additional file 11). However, there are also many genes that have a considerable expression at the beginning of this phase. Given that we know the rate of gene-expression increase (type 7), as well as the first expression level, we can extrapolate to a predicted starting point (Additional file 11). This approach would place the far majority of gene-expression starting points before the moment of spawning. 

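The 1,864 increasing genes that do not start inside the series rose at a mean of 1.2 fold per hour (linear slope). Drawn back along their own slopes they reach the off level of 10.46 log2 units a median of 6.77 hours before the first embryo. For 1,109 of them (59.5%) this lies before spawning, taken as 5 hours before the series. The paper proposes from such points that rates were higher earlier or that stored transcripts gained poly-A tails.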

Expression of Type 5 genes does not change during this stage; here we used the maximum positive gene-expression rate we found in this study, to predict the starting point for the type 5 genes (Additional file 11). 

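Constant genes, drawn back at the steepest linear slope found here, that of her9, reach the off level a median of 1.04 hours before the first embryo, and 0 of 2,342 do so before spawning. At the mean rate of starting genes the median was 3.46 hours, and 34.5% of the constant genes reach it before spawning. Both values come from lines drawn outside the sampled period and have no error of their own.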

Again many gene-expression starting points are calculated well before spawning. So either the gene-expression rates in the earlier stages of embryogenesis are much higher than in the investigated stage, or there is massive polyadenylation of maternal mRNA that result in Poly-A+ mRNA.

### Mother-specific gene-expression variation

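Genes with discrete levels included the proteolysis gene ube2c, the tropomyosin gene tpm4b, the ribonuclease gene rnaset2 and the transglutaminase gene tgm2b. By a limit on the variance and a limit on the ratio of sums of squares within and across clusters, 37 of 6,734 genes had 2 levels or more (n = 179 embryos). Of the 93 genes in the paper's list, 28 were among them. Of those 93 genes 30 pass the variance limit and 72 the ratio limit. Those of the 37 that are absent from the paper's list include myclb, ctslb and dlx3b, which rise steeply. With a variance limit of -1 in place of -0.1 the count was 74, of which 49 are on the paper's list.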

During the analysis of our experiment, we noticed that a minority of the genes showed a clear multilevel expression profile (88 two-level and 5 three-level genes, Additional file 12). These genes, irrespective whether they have an overall increasing, decreasing on unchanged expression, are expressed at two or three expression levels, seemingly random throughout the time series (Fig. 5a). This seems an unlikely exception to the observed strict regulation of embryonic gene expression. It rapidly became clear that this phenomenon was related to spawns (i.e., mother and/or father) (Fig. 5b). 

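Levels of tpm4b, polr3gla and rnaset2 had no trend past the test, with slopes of 0.02 (SE 0.13), 0.04 (SE 0.12) and 0.14 (SE 0.10) log2 units per 60 positions (n = 179; limma with Benjamini-Hochberg adjusted p 0.895, 0.761 and 0.213). With errors of this size a small trend is not excluded. The slope of tgm2b was -0.56 (SE 0.15, adjusted p 0.000263 by limma) and -0.24 with spawn in the model (adjusted p 0.0588 by limma), so spawns that are uneven along the order may account for much of it. Of the 37 multilevel genes 14 increased, 5 decreased and 18 were constant.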

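ENSDARG00000003371 was low in spawn 1 (12.05 ± 0.22 log2 units, n = 15) and high in spawn 2 (15.31 ± 0.22, n = 18), which were collected on the same day. The tropomyosin gene tpm4b was low in all embryos of spawns 3 (9.90 ± 0.26, n = 12) and 8 (9.71 ± 0.36, n = 16) and high in all of spawn 5 (13.49 ± 0.12, n = 23). Transglutaminase (tgm2b) was high in spawn 8 (13.04 ± 0.19) and low in spawns 3 (9.22 ± 0.13) and 7 (9.53 ± 0.24, n = 15; mean ± SD). In a permutation test of level against spawn with Benjamini-Hochberg adjustment over the multilevel genes, all 37 passed, and so did 90 of the paper's 93, without account of position. Beside a spline of position, 36 of the 37 and 90 of the 93 passed the limma F-test of spawn over all genes. In that test F for ENSDARG00000003371 was 143 with an adjusted p of 5.3e-61 by limma, for tpm4b F was 50 and for tgm2b 26.5 (152 settled embryos).

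**Figure D3:**
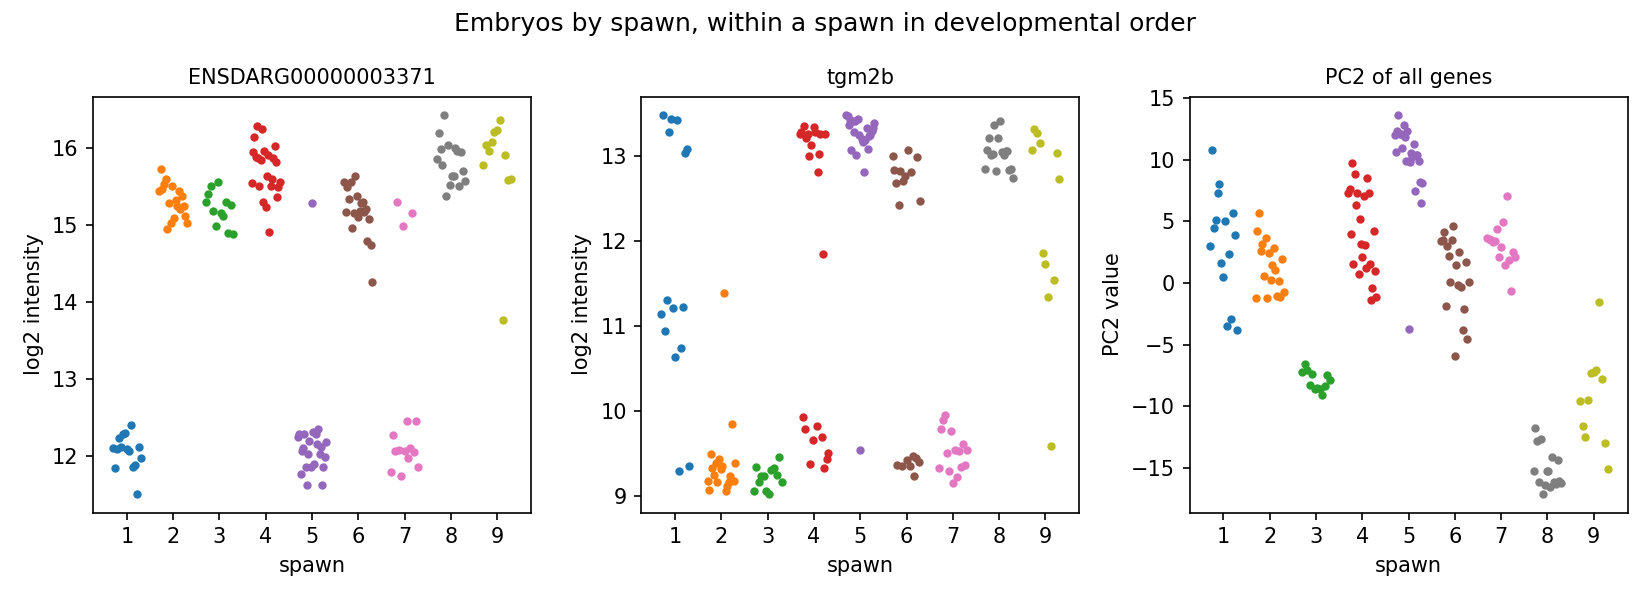
Log2 intensity of ENSDARG00000003371 and tgm2b, and PC2 score, by spawn, 1 point per settled embryo (n = 152).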

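Spawn 6 held 8 embryos with low and 11 with high tpm4b, and spawn 9 held 6 and 5. Transglutaminase (tgm2b) had values between its low and high levels, mostly in spawns 1 and 9, so its counts within spawns are not listed. It is still split at a single cut in the level test and in the shares over the 37 genes. Of the 15 embryos of spawn 7, 12 were low and 3 high for ENSDARG00000003371. Calling each spawn by the level most of its embryos had placed 96.7% of the 152 settled embryos for ENSDARG00000003371, 91.4% for tpm4b and 88.2% for ube2c, where calling all embryos by their most common level placed 67.1%, 72.4% and 74.3%. For rnaset2 both shares were 90.1%, so spawn adds nothing there by this measure. Over the 37 multilevel genes the median was 75% (65.8 to 96.7) with spawn and 64.5% without, and a median of 8 of 9 spawns held both levels. The majority levels come from the same embryos they place, so the share with spawn cannot fall below the share without. Part of a gain can thus be built in, and gains under permuted spawns were not computed.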

Although there is a clear relation to spawn, it is not absolute as sometimes embryos from one spawn show different gene expression levels. It is obvious that maternal, and presumably paternal factors strongly influence the embryonic expression of these genes. Moreover, close inspection reveals that this spawn-specific effect might be present in many more genes, as also genes without an obvious multilevel gene-expression profile exhibit this phenomenon (Fig. 5b, *ENSDARG0000055589*, Additional file 13). 

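The detoxification gene gstp1 had 12.84 ± 0.45 log2 units in spawn 8 (n = 16) and 10.64 ± 0.38 in spawn 1 (n = 15; mean ± SD; F 61 by limma). The paper's example s100t had an F of 40.4, with 12.64 ± 0.57 in spawn 4 (n = 23) and 10.75 ± 0.27 in spawn 3 (n = 12). The kinase gene nek7, which is on the paper's list of multilevel genes, had an F of 104, with 12.95 ± 0.31 in spawn 8 and 11.19 ± 0.12 in spawn 3. Each F stands beside position, but the means are not adjusted for it, so the gaps between them may hold stage as well. Median positions were 46.5 in spawn 8, 151 in spawn 1, 91 in spawn 4 and 134.5 in spawn 3. Spawn passed limma with Benjamini-Hochberg adjustment in 5,786 of 6,734 genes (85.9%) beside developmental position. The effect was small for most genes, with a median of 22.5% of the remaining variance (5.41% by chance) and a median SD of spawn means of 0.13 log2 units, and it passed 0.5 in 117 genes and 1 in 10.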

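Spawns of the same day differed too. Between spawns 1 and 2, anapc5 of the anaphase complex was higher in spawn 1 by 1.77 (SE 0.20) log2 units, and between spawns 4 and 5 the blood regulator gene lmo2 was higher in spawn 4 by 1.79 (SE 0.24). The helicase gene rtel1 differed by -1.51 (SE 0.12) between spawns 6 and 7. The keratin genes krt97 and krt91 were higher in spawn 8 than in spawn 9 by 2.65 (SE 0.34) and 1.40 (SE 0.20). For each gene the difference was carried by the embryos of spawn 9 that were low, 5 of 11. By limma with Benjamini-Hochberg adjustment, 1,520 genes differed between spawns 1 (n = 15) and 2 (n = 18), 1,947 between spawns 4 and 5 (n = 23 each), 786 between spawns 6 (n = 19) and 7 (n = 15) and 952 between spawns 8 (n = 16) and 9 (n = 11). Spawn 3 has no partner on its day and enters none of these contrasts.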

The importance of this effect became clear after we labelled Spawn in the PCA of all expressed genes: all spawns show a strong tendency to group together and some spawns almost completely separate on the PCA-2 axis (Fig. 5c, Additional file 14). This means that in addition to a tight overall gen-expression regulation, embryos have a spawn-specific regulation.

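Spawn 8 had the lowest PC2 scores, -15.17 ± 1.59 (n = 16), followed by spawn 9 of the same day (-9.29 ± 3.74, n = 11) and spawn 3 (-7.93 ± 0.78, n = 12). Spawn 5 had the highest, 9.99 ± 3.48 (n = 23), against 4.12 ± 3.43 in spawn 4 of the same day (n = 23; mean ± SD). Spawns 1 and 2 had 3.17 ± 4.28 and 1.36 ± 2.08, and spawns 6 and 7 had 0.61 ± 3.08 and 3.08 ± 1.74. Spawn accounted for 87.0% of the variance of PC2, 46.0% of PC4, 35.3% of PC5, 31.8% of PC1 and 25.9% of PC3 over 152 settled embryos (permutation p and adjusted p over 5 components 1e-05, the smallest the permutations can give). None of these shares is adjusted for position. PC1 follows position (rho = 0.983) and the spawns covered different positions, so its share mixes spawn with stage. Spawn and collection day overlap, so the parts due to each are separable only within the days that hold 2 spawns.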

**Fig. 5:**
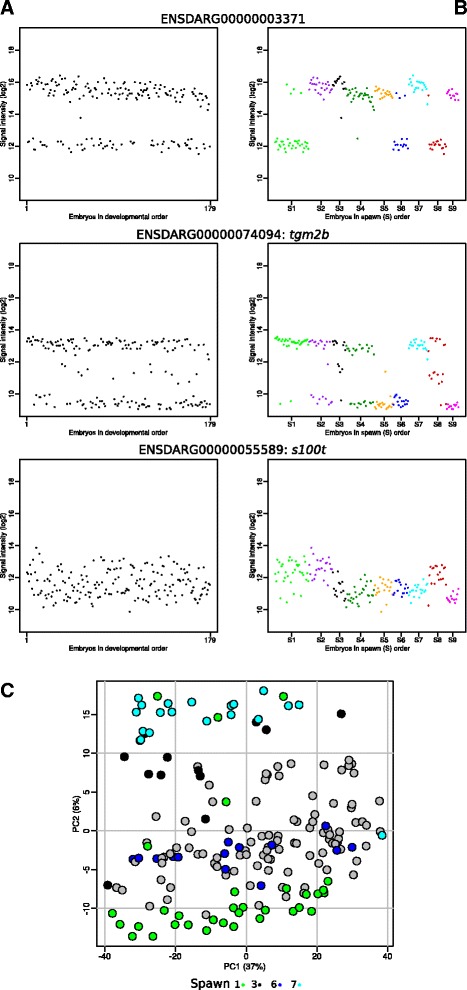
Multilevel gene-expression behaviour is highly spawn specific; examples of multilevel gene expression. **a** examples of genes with a two-level (*upper plot*), a three-level (*middle plot*) and a highly variable (*lower plot*) expression. **b** the same genes are ordered first as spawn then by developmental order. **c** the same Principal Component Analysis (PCA) plot of the expression levels of the expressed Ensembl genes as in Fig. 2, but with a colour scheme for four spawns as indicated, while the remaining five spawns are marked by in *grey*. Additional file 14 provides a PCA plot with all spawns marked with a different colour

## Discussion

In this study we set out to investigate the transcriptome dynamics of early zebrafish embryogenesis with a comprehensive experimental set-up that interrogated individual embryos about every minute during the circa 3 h period during epiboly from late blastula to the mid gastrula stage. We did so, because most studies into (zebrafish) embryogenesis are typically using pools of staged embryos plus quite dispersed time points, and we reasoned that a high-resolution time course could provide much insight into the true dynamics of the individual genes of the embryonic transcriptome. The fact that we were able to identify several oscillating genes shows the value of our approach. We set-out to prove that it should be feasible to pinpoint the starting and stopping points of individual genes. We were able to do so for the genes that started or stopped during the epibolic stage. Hence it is also possible to define consecutively starting, or stopping genes, which should be of great help reconstructing cellular processes and molecular pathways. In this study, we did not aim to unravel the role of individual genes nor that of the molecular pathways in zebrafish embryogenesis. This should be done by the appropriate experts on each molecular process. To facilitate them, we have not only uploaded our entire dataset to NCBI’s Gene Expression Omnibus with accession number GSE83395 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83395), but also set-up a web resource in which experts can conveniently investigate the expression profiles of the genes of their choice: http://rnabiology.nl/Dr-Browser.html in combination with the expression in zebrafish oocytes from our previous study [23]. To gain perspective, it is important that by interpreting individual genes, one is aware what the common transcriptome dynamics are for all genes during the same developmental stage.

To put our study in context, we compared our finding with three other studies: Junker et al. [30] on genome-wide RNA tomography, which has one sample point (shield stage) that overlaps with our time-course; Aanes et al. [7] of which the 5.3-hpf sample point overlaps with the start of our time course; and our own study Rauwerda et al. [23] concerning maternal RNA in zebrafish eggs. In general, the findings of the current study were in line with the previous studies (Additional file 15). The genome-wide RNA tomography by Junker et al. provides an exciting opportunity to link the temporal gene expression data to embryonic location. Given that genes primarily function in the context of a cellular network this would allow the decomposition of the temporal transcriptome data from multicellular embryos to clusters of genes that operate together in pathways or cellular mechanisms. It was possible to look into this, as the RNA tomography data overlapped with one embryonic developmental sample point (shield stage) with our data. A similar number of expressed genes (7,358), with 70% overlap in our study were found in the overlapping shield-stage samples from Junker et al. (2014) (Additional file 15-B). Hence, we clustered the tomography data in 16 spatial gene-expression patterns and analysed which pathways were overrepresented in these spatial expression clusters. Genes of the KEGG Pathway “Ribosome”, which also is overrepresented in our time course experiment, were indeed found to be overrepresented in the same spatial expression cluster (Additional file 16). However, for many other overrepresented pathways from our expressed genes, we failed to find them back using the tomography data. We feel that the “Ribosome” pathway probably succeeded as these genes are highly expressed. Unfortunately, although the overall data of the tomography study is excellent, the data of the overlapping shield sample point is rather noisy compared to the other sample points, with only a few distinct gene-expression patterns. So, we believe that new tomography data could help decompose the whole-genome temporal transcriptome data, which could support the discovery of new pathways or new genes into known pathways.

In another comparison, also a high-percentage overlap (77% relative to our study) was found with the Aanes et al. (2011) study with also a similar relative gene expression for the overlapping genes per Aanes-defined gene-expression clusters in both studies (Additional file 15-D).

A comparison of the current results with our previous study [23] on maternal RNA revealed that 87% of the expressed genes were also found to be present as maternal RNA in egg (Additional file 15-F). Given the assumptions that in epiboly almost all maternal RNA is cleared and maternal RNA primarily functions in the pre-gastrula development, this is in line with the finding of Lee et al. (2013) that 74% of the early-zygotically transcribed genes still had a maternal contribution. There is however, no clear relation between the expression level for each gene as observed in eggs and that at the late blastula stage (Additional file 15 E-F). There is also no correlation between the genes that showed a distinct mother-specific effect in egg expression and a spawn-specific effect in epiboly expression. Altogether, the clearance and subsequent transcription of these genes seems a complicated aspect of the MZT.

The most impressive result of the high-resolution embryonic time course is the extremely tight regulation of gene expression, even over different embryos from different spawns. A technical conclusion is that pooling of embryos for experimentation poses no problem, if the staging of the individual embryos is done properly. The observed spawn-specific differences will obviously be lost, if eggs from different spawns are combined. At the same time, if spawns are not evenly distributed between pools, spawn-specific gene-expression differences might lead to false positive differential gene-expression conclusions.

More importantly, the presence of such a tightly regulated embryonic program for transcription, which took us by surprise, signals a rather robust system that in essence is resilient to the differences at many cellular levels that must occur between individuals. Notably, even though we classified the expressed genes into ten different types, virtually each individual gene has its own unique expression profile with respect to intensity, change and variability.

Our unique experimental set-up also allowed us to identify the starting and stopping points of gene-expression at an omics scale. Only several hundreds of genes appeared to be switched on or off during this period of embryogenesis, which seems to be quite a quite limited number given the multitude of developmental processes that occur. We must however consider that even though we found many genes expressed, we might miss out on several important developmental regulating genes as they could be below the detection limit of our experimental technique due to low gene expression or only be expressed just in a small fraction of the embryo cells. Regardless, if we accept the premise that maternal RNA is cleared previous to the gastrula stage, this means that, except for the identified 157 starting genes (type 9), all zygotic gene expression has to start prior to this embryonic stage. Although for some genes the maternal and zygotic contributions can be deconvoluted on the basis of their 3’UTR [17, 18], for many genes, polyadenylation of maternal transcripts and zygotic gene expression are confounded. So the expression levels and differences for each individual gene are a net result of those poly-A+ generating mechanisms, as well as specific RNA-degrading mechanisms. Collectively, the gene-expression changing rates are quite modest, on average about 1.3 FC/h. They do not explain the observed gene-expression levels as extrapolation of present genes predicts for most of the expressed genes a starting point well before fertilization. As, besides the oscillating genes, no genes with peaking gene-expression were found, we conclude that gene expression in this embryonic stage is unexpectedly gradual, which might be the sign of a complex, strictly regulated system.

Our final observation with respect to transcriptome dynamics concerns the spawn-specific gene-expression effects. Much alike we observed in our oocyte study, we detected several genes with a substantial spawn-specific difference. Moreover, it appeared that this property might be present in the majority, if not all genes, albeit often with extremely small differences. As the eggs in our previous study were unfertilized, we could identify this effect to be mother-specific. In the present study it is undoubtedly a mixed effect of several maternal and paternal epigenetic factors that collectively produce these differences in gene expression. This would also explain why in eggs multilevel expressed genes are almost always expressed at one level in all eggs of one mother, whereas in this study embryos from one spawn often show multilevel gene expression. Although we were unable to model all the gene-expression differences between the embryos, it is clear that given the strict regulation of the transcriptome, they will be related. As such, the spawn-specific differences provide an additional layer of information that could support the understanding of transcriptome regulation in embryogenesis.

## Conclusions

In our high-resolution time-course study, we determined that gene-expression in zebrafish embryogenesis from late blastula to mid-gastrula is tightly regulated and gene-expression changes are in general gradual with small fold changes. The fundamental processes that take place during this developmental period at the transcriptome level involve ~700 genes that are switched on and ~900 genes that are switched off. On top of, that some 1,450 genes show increasing and 1,400 genes show decreasing gene-expression, while 2,300 genes show no change in gene-expression. The resolution of the experiment was so high, that we were able to clearly identify four known oscillating genes. Additionally, it allowed us to precisely establish the expression starting and stopping points of several hundred genes. Furthermore, we found 93 genes that show an obvious multilevel expression profile over the embryo’s. The different expression levels of these genes could be linked to the spawns the embryos originated from. The fact that we were able to identify the different spawns by their gene-expression variance over all expressed genes, underlines the importance of spawn specificity, as well as the tight regulation in different individuals. Our unique experimental set-up of whole-transcriptome analysis of 180 individual embryos, provided an unparalleled in-depth insight into the dynamics of early zebrafish embryogenesis that we also made available to the scientific community.

## Methods

### Zebrafish embryos

Zebrafish were handled and maintained according to standard protocols (http://ZFIN.org). The local animal welfare committee (DEC) of the University of Leiden, the Netherlands specifically approved this study. All protocols adhered to the international guidelines specified by the EU Animal Protection Directive 86/609/EEC. Embryos were obtained by placing a female and a male, both of genotype ABTL, overnight in a tank separated by transparent, but watertight division. Approximately 1 h after the start of the light period the division was removed after which spawning and fertilization took place, generally in one or more pushes. Embryos were retrieved by transferring both animals to a different tank and sieving the remaining water. In total from 9 pairs, embryos were obtained (labelled Spawn, Fig. 1) that were retrieved on 5 separate days. Embryos were maintained at 28.5 °C in egg water (60 μg/ml Instant Ocean sea salts). In total 180 embryos were processed, from approx. 5 h post fertilization (hpf) to 8 hpf. During this period, embryos were, while kept at a temperature of 28.5 °C, one by one taken out of the medium and positioned along the anteroposterior axis under a stereo microscope (Leica MZ16 FA) in a 1.5% agarose gel (Sigma Aldrich IX-A) composed with egg water. After an image was taken the embryo was transferred to a 1.5 ml tube and exactly 30 s after the photograph was made the embryo was snap-frozen in liquid Nitrogen.

### Image processing

First from the metadata of the photograph a conversion factor of pixels to μm was determined. The embryo size, roundness, perimeter, height, width and epiboly were determined from the images using GraphPad Prism 6 software with which also the pixels belonging to the embryo and yolk were identified with a masking procedure (Additional file 1). Next, the height of the embryo plus yolk was determined as the diameter of the form in the animal-vegetal direction, the width as the diameter in the direction perpendicular to the direction in which the height was measured and the percentage epiboly was determined as the fraction of the epibolic distance and the height (Fig. 1b). Perimeter length was determined and roundness was calculated as the ratio of 4π*Area over the square of the perimeter. For each metric the maximum relative change was determined (Additional file 1). All individual images, rotated as to position the anterior-posterior axis of the embryo onto the x-axis of the image are given in Additional file 2.

### RNA extraction, amplification and labelling, hybridization, scanning

RNA was extracted from single embryos using the procedure described in (de Jong et al. 2010). The amount of RNA per μl was measured on the Nano- Drop ND-1000 (Thermo Scientific; Additional file 3). RNA integrity was assessed with the BioAnalyzer (Agilent Technologies) using the RNA pico 6000 kit (Agilent Technologies). Amplification and labelling of RNA was done in an identical fashion as described in [31] in a one-round mRNA amplification per zebrafish embryo using the Amino-allyl MessageAmp II kit (Applied Biosystems). Test samples were labelled with Cy3 and a reference sample was labelled with Cy5. The reference sample was made by pooling equimolar amounts of RNA from test samples and is mentioned here for completeness only, since in the analysis a one dye approach has been applied. The yield and CyDye incorporation were again measured with the NanoDrop ND-1000 (Additional file 1). The hybridization cocktail was made according to the manufacturer’s instructions (Nimblegen Arrays User’s Guide). Microarrays were designed using the approach described in [32] albeit with a few modifications (Additional file 4) and were produced as Nimblegen 135 k arrays. The array design has been submitted to NCBI's Gene Expression Omnibus with accession number GPL22016 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL22016). Hybridization took place for 17 h at 65 °C. In order to avoid confounding with spawn, samples have been randomized with respect to labelling batch and hybridization chamber. The microarrays were scanned in an ozone-free room with a DNA microarray scanner G2565CA (Agilent Technologies). Data was retrieved with Feature Extraction Software version 9.5.3 (Agilent Technologies).

### Data pre-processing & normalization

The quality of the microarray data was assessed via multiple quality-control checks, i.e., visual inspection of the scans, testing against criteria for foreground and background signals, testing for consistent performance of the labelling dyes, checking for spatial effects through pseudo-colour plots, and inspection of pre- and post-normalized data with box plots, ratio-intensity (RI) plots and PCA plots. Handling, analysis and visualization of all data was performed in R (http://cran.r-project.org/) using the Bioconductor packages affy (1.48.0), limma (3.26.9) and maanova (1.40.0) [33]. The Cy5 reference-sample channel was solely used for quality control and further analyses were performed with the Cy3 data only. Log2 transformed Cy3 data was subjected to a procedure, similar to the one described in [34], in which probes were identified as expressed or non-expressed probes. Here a log variance cut-off value of −2 was used to separate low and high variant probes and the per microarray cut-off for the likelihood of a probe to be expressed was set to 20%, thus avoiding too many false negatives. Hence, in this step for each array, individual probes were called ‘present’ or ‘not-present’. Next, we defined that a probe to be truthfully expressed must be called ‘present’ in at least 6 samples in one moving window of 30 with the samples ordered in epiboly stage to avoid false positives. Next all ‘present’ probes were quantile normalized and collapsed into transcripts using the R Bioconductor affy package. In the procedure no background removal was applied. Quantile normalization in this data set appeared to outperform other much used normalization approaches in a comparison using spike-in controls on the microarray (Additional file 17). Finally, when applicable, transcripts were merged into genes, using Ensembl (release 79) gene identifiers on the Zv9 assembly by calculating the mean of all transcripts that belong to a gene. Hence, 42% of the expressed genes was queried by 1 probe, 30% by two probes, 22% by three probes and 6% was queried by more than 3 probes.

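Most genes rest on few probes, with 2,823 of the 6,734 expressed genes (41.9%) read by 1 probe, 2,015 (29.9%) by 2, 1,499 (22.3%) by 3 and 397 (5.90%) by more. The counts come from the probe annotation deposited with the array.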

### Establishing the sample order

In this experiment, on average one sample (embryo) per minute was analysed. Because in each spawn fertilization took place at different time points due to the multiple pushes by which the mothers released their eggs, the exact time of fertilization could not be established at a resolution below 15 min. We therefore first looked if a crude phenotypic marker would allow us to roughly order the embryos along developmental time. The metric with the largest relative change (percentage epiboly) was chosen as initial metric to roughly order the individual embryos in time. However, at around 50% epiboly, the rate at which the blastoderm extends over the yolk stalls, which makes epiboly an imprecise metric for the ordering of this entire time course. We assume that embryos with a low epiboly can indeed with confidence be positioned at the start of the time course of this experiment and, likewise, that embryos with a high epiboly are at the end of this time course. Thus, we selected 10 samples with the lowest epiboly and 10 samples with the highest epiboly. In these samples we looked for transcripts with a low expression level (mean log intensity below 12) in the low epiboly samples and for transcripts with a high expression level (mean intensity above 13) in the high epiboly samples. Next, we took the intersect of both sets and calculated the mean intensity in this intersect of 97 transcripts with increased expression for all 179 samples. The developmental order of the samples was then determined by ordering all samples according to the mean intensity of these intersecting transcripts from low to high. The ordering was tested to evaluate the overall variance of the expressed genes that were not used to order the samples. The whole procedure was tested by reversing the approach for transcripts with a high expression level (mean intensity above 13) in the low epiboly samples and for transcripts with a low expression level (mean log intensity below 12) in the high epiboly samples. The 121 transcripts with decreasing expression were used to order the samples and the remaining genes were evaluated for their overall variance in gene expression.

### Calculation of tightness of gene regulation

Given this developmental order we wanted to know how much individual embryos deviate from the gene expression trend in this period. For this we fitted a lowess line through all samples using the lowess function of R with a smoother span of 2/3. Per gene we calculated the median distance of each sample to this fit as the Distance to the Fitted Line (DTFL).

### Gene categorization

All Ensembl genes were assigned to exclusive gene-expression dynamics categories, which we call ‘types’. These 10 types are defined by three modes of behaviour: up, down or oscillatory gene expression; continuous or discontinuous behaviour; identification of switching-on or switching-off events (‘starting’ and ‘stopping’ genes) in this developmental stage. Oscillatory genes were checked with literature [28, 29]. We inspected all profiles by eye and because this appeared to be both more sensitive and selective than using a computer-based procedure, we added 4 genes to the oscillatory type by eye.

Up trends and down trends were identified by fitting a linear model through the profile using the R lm function. All profiles with an angle > 0.1° were categorized as ‘increasing’, all profiles with an angle < − 0.1° were categorized as ‘decreasing’.

The continuous and discontinuous trends were identified by comparing the linear fit from above with lowess fit. The lowess fit was made using the R lowess function with the default parameters (smoother span of 2/3). For each embryo the absolute distance to each fit was determined and per fit the average of the distances over all embryos was calculated. Finally, per gene the ratio of these two averages was taken. Genes with a ratio larger than 0.95 were categorized as continuous, genes with a ratio of 0.95 or smaller were categorized as discontinuous.

Starting and stopping genes were identified with all ‘increasing’ and ‘decreasing’ genes respectively. To call a gene starting we required that less than 7 out of the 15 first embryos were queried by probes that were called ‘present’; to call a gene stopping we required that less than 7 out of the 15 last embryos were queried by probes that were called ‘present’. By looking at the probes we consider the gene expression of individual embryos and can exclude the information on the developmental order that is present in the profile and in the ‘expressed’ calling of a gene. The tracing back from the gene to the probe level was done by first by choosing the transcript of that gene with the highest expression value and then choosing the most 3 prime ‘present’ probe of that transcript as the probe that reports the presence of a gene.

### Identification of starting and stopping points

Identification of starting and stopping points of genes was carried out on increasing starting and decreasing stopping genes, respectively (type 8, 9 and type 1, 2, Fig. 4). We devised a method that utilizes the observed behaviour that for a stopping gene the rate of decrease is lowest near the stopping point or, respectively for a starting gene the rate of increase is lowest when the gene starts. In other words, the starting and stopping gene expression profiles have a concave form. By defining the respective increase or decrease rate of a gene as the gradient that is determined by the embryos that lie between a minimum and the maximum deviation from the linear fit of all expression values and by inferring the ‘off’ level by probes that are labelled ‘not present’ the following geometric procedure allowed us to determine the starting and stopping points. First, for the starting and stopping genes a lowess fit (lof1), using the R lowess function with the standard parameters and a linear fit (lf1) are made on all samples (the red respectively the green line in Additional file 18) and the points at which these two lines intersect is determined. Next, for each sample the absolute difference of the sample’s expression value to the lowess fit and to the linear fit is calculated. These differences are ordered and the indices (sample number in developmental order) of the two smallest differences are identified (the two grey lines in Additional file 18). Also the index with the largest absolute difference that lies between the two former indices is determined (index L1, indicated by a solid blue line in Additional file 18). Next, a second linear fit is made (lf2); for stopping genes only the embryos with an index ranging from 1 to L1 are used; for starting genes this fit is made using the embryos ranging from L1 until index 179. Then, the intensity expression value at respectively the start or the end of the time course was determined by the median of the probe intensities of the ‘not-present’ probes in the first respectively the last 15 embryos (embryos marked with an asterisk in Additional file 18) and a horizontal line at this intensity level is drawn. Finally, starting and stopping points are calculated at the intersection of this horizontal line and lf2 by the minimum absolute difference between the 179 extrapolated point of the fitted lines. In order to ensure an actual starting or stopping behaviour this minimum was required to be smaller than 0.05 (stopping and starting points are indicated by the dotted blue line and by the labels ‘stop’ and ‘start’ in Additional file 18).

### Identification of multilevel genes

Identification of multilevel genes was done by firstly selecting the genes with a log2 variance higher than −0.1. To these genes a 2-means clustering was applied using the R kmeans function. The ratio of the within-cluster sum of squares and the between-cluster sum of squares was calculated and genes with a ratio smaller than 0.3 were selected for further analysis. Furthermore, the requirement was set for each cluster to span more than one third of the developmental time in this study. Finally, a visual inspection was done to discard apparently false positive genes that show rather temporal dynamics than a multilevel behaviour.

### Tomography data analysis

Data from the shield samples in the tomography study of [30] was compiled as one matrix with rows for each gene and with columns representing the slices in the animal-vegetal pole direction (50 slices), left right direction (56 slices) and ventral-dorsal direction (49 slices). The rows were clustered using a 16-means clustering with the R kmeans function. Next, the resulting spatial expression clusters are subjected to an overrepresentation analysis on KEGG pathways using the David Bioinformatics Resources 6.7 [35].

## Additional files

Additional file 1: Image metrics of all samples (embryos). For a description of the metrics cf. Material & Methods, paragraph “Image Processing”. (XLSX 25 kb)

Additional file 2: Images of all 179 embryos positioned in the animal pole - vegetal pole direction. (PDF 19069 kb)

Additional file 3: Sample information. Array = array identifier, ID = array index; Dye = Cy5 or Cy3; Slide = slide identifier; Location = location of array on slide; Day = Hybridization day; HybStation = Hybridization chamber; Epiboly = measured epiboly in percentage; Image = image index; AmpBlock = amplification block; Spawn = spawn the embryo belongs to; RIN = RIN value; Yield..ng. = yield in ng. (XLSX 24 kb)

Additional file 4: Number of expressed and non-expressed Ensembl genes and Vega, Refseq and Unigene genes. (XLSX 9 kb)

Additional file 5: Intensity distribution of the 6,734 expressed (red) and 15,938 non-expressed (green) unique Ensembl defined genes. (PDF 23 kb)

Additional file 6: Using two different training sets to establish developmental order. Page 1, A - Samples ordered by a training set of genes with continuously increasing gene-expression vs. samples ordered by a training set of genes with continuously decreasing gene-expression. Samples are colored by epiboly. B - *ENSDARG00000016725* ordered according to epiboly (bottom) and in developmental order (top); Page 2–123: test set of 121 continuously decreasing genes ordered by a training set of 97 continuously increasing genes. Page 124–221: test set of 97 continuously increasing genes ordered by a training set of 97 continuously decreasing genes. (PDF 1403 kb)

Additional file 7: Information on the Ensembl expressed genes. Ensembl_id = Ensembl identifier; ProbeID = probe set identifier; Designed_on = identifier on which the probe set was designed; REFSEQ = Refseq identifier; refseq.symbol = Refseq symbol; ENTREZ = Entrez identifier; refseq.descr = Refseq description; Unigene = Unigene identifier; unigene.symb = Unigene symbol; Unigene.descr = Unigene description; zfin = ZFIN identifier; zfin_descr = ZFIN description; probeNumber = number of probes in the probe set; Type = type (cf. Results); StartingPoint = starting point of gene expression; StoppingPoint = stopping point of gene expression; Angle = angle of expression rate corrected for starting and stopping position; FoldChange.per.hour = fold change per hour corrected for starting and stopping position. (XLSX 925 kb)

Additional file 8: Boxplots per type of absolute expression changes of genes over time, expressed as fold changes per hour. (PDF 37 kb)

Additional file 9: Intensity distributions per type. A) Left panel: top 10 highest gene expression intensities per type. Right panel: top 10 genes with the largest gene expression rates (expressed in angles) type. B) Scatterplot of gene expression rates, expressed as angles versus intensity. In each plot the genes belonging to the type are highlighted. (PDF 520 kb)

Additional file 10: Boxplots of median expression intensities per type. (PDF 11 kb)

Additional file 11: Starting and stopping points. A) Histogram of starting and stopping points in developmental time for genes belonging to type 1 and 9. B) Histogram of extrapolated starting points for type 5 and 7 genes. For type 7 genes the starting point was calculated from the observed expression rate for each gene. For type 5 genes we took the maximum positive expression rate we found in this experiment (2.98 FC/hr for *ENSDARG00000095866*) to calculate the starting point. The approximate time of spawning is indicated by a dashed line, the start of the time course in this experiment lies to the right of 5 hpf. (PDF 24 kb)

Additional file 12: Multi-level genes. On each page the left panel displays the expression intensities of a gene in developmental order, the right panel displays the same gene plotted in developmental order ordered per spawn. (PDF 354 kb)

Additional file 13: First two principal components of the intensity matrix of the expressed Ensembl genes. The variance explained by the components is indicated between brackets as percentages. Each embryo is colored by spawn as indicated. (PDF 26 kb)

Additional file 14: High-variance genes of type five with a log2 variance > −1. On each page the left panel displays the expression intensities of a gene in developmental order, the right panel displays the same gene plotted in developmental order ordered per spawn. (PDF 181 kb)

Additional file 15: Comparison of this study with the zebrafish tomography study of [30] *(study T)*, with the study on the early embryonic zebrafish transcriptome of [7] *(study EET)* and with the study on individual zebrafish eggs from five different mothers of [23] *(study IE)*. A) Scatter plot of log2 read counts in the shield stage of study T vs. the log2 expression intensity in this study of genes that are expressed in both studies. Read counts are calculated as the log2 of the sum of counts in all slices in study T and from this study the samples 85 to 95 in the developmental order are taken. The correlation between the two sets is 0.64. B) Venn diagram on Ensembl genes in study T and expressed Ensembl genes in this study. C) The distributions of log2 intensity values of Ensembl genes in this study (upper panel) that are per category in common with the Ensembl genes from study EET; in the lower panel for the same genes the distribution of read counts in the 7 categories of expression clusters in study EET are displayed. D) Per category comparison of number of expressed genes in this study and study EET. E) Scatter plot of log2 expression intensity in study IE (X-axis) and this study (Y-axis) of genes that are expressed in both studies. For this from study IE the median of all 24 eggs was taken and from this study the median of the first five samples was taken. The correlation between the two sets is 0.50. F) Venn diagram on study IE this study. Compared are expressed Ensembl genes from both studies. (PDF 377 kb)

Additional file 16: Temporal and spatial behavior of genes in 27 KEGG pathways. Each page displays three plots. The left plot shows the temporal expression in log2 intensity in our time course experiment for a pathway ordered in developmental time. The middle plot shows the spatial expression pattern in the tomography set [30] in log2 read counts. The three peaks represent the three axes in the embryo: respectively the animal-vegetal, left-right and ventral-dorsal axes. The right plot shows the number of genes of the pathway that belong to a spatial expression cluster. The spatial expression cluster 9 is the only spatial expression cluster in which an overrepresentation was found (KEGG pathway “Ribosome”). (PDF 1595 kb)

Additional file 17: Spike in controls were added to the samples and were hybridized to specific probes on the array. Based on the application of 3 widely used normalization methods and the resulting variance we decided to apply quantile normalization in this analysis. (PDF 13 kb)

Additional file 18: Example of the determination of a stopping point and a starting point. For an explanation see Methods, paragraph “Identification of starting and stopping points”. lf1 = linear fit on all samples; lof1 = lowest fit on all samples; grey lines indicate intersect of lf1 and lof1; L1: embryo with the largest difference between lf1 and lof1; for stopping genes lf2 = linear fit of L1 to 179; for starting genes lf2 = linear fit of 1 to L1; embryos marked with an asterisk: ‘not present’ probes in the last (stopping) 15 respectively in the first (starting) 15 embryos; horizontal black line: median probe intensity of embryos marked with an asterisk; dashed line: intersect of lf2 and the horizontal black line indicating the stopping respectively the starting point. (PDF 131 kb)

## Abbreviations

CAM: Cell adhesion molecules
DEC: Dierexperimentencommissie (Animal Welfare Committee)
DEG: Differentially Expressed Genes
DFTL: Distance to the Fitted Line
hpf: Hours post fertilization
lf: Linear fit
lof: Lowess fit
MBT: Mid Blastula Transition
MZT: Maternal-to-zygotic Transition
PCA: Principal component analysis
RI plots: Ratio-intensity plots

# Supplementary material for: Transcriptome dynamics in early zebrafish embryogenesis determined by high-resolution time course analysis of 180 successive, individual zebrafish embryos
**Source:** BMC Genomics. 2017 Apr 11;18:287. doi: 10.1186/s12864-017-3672-z

A

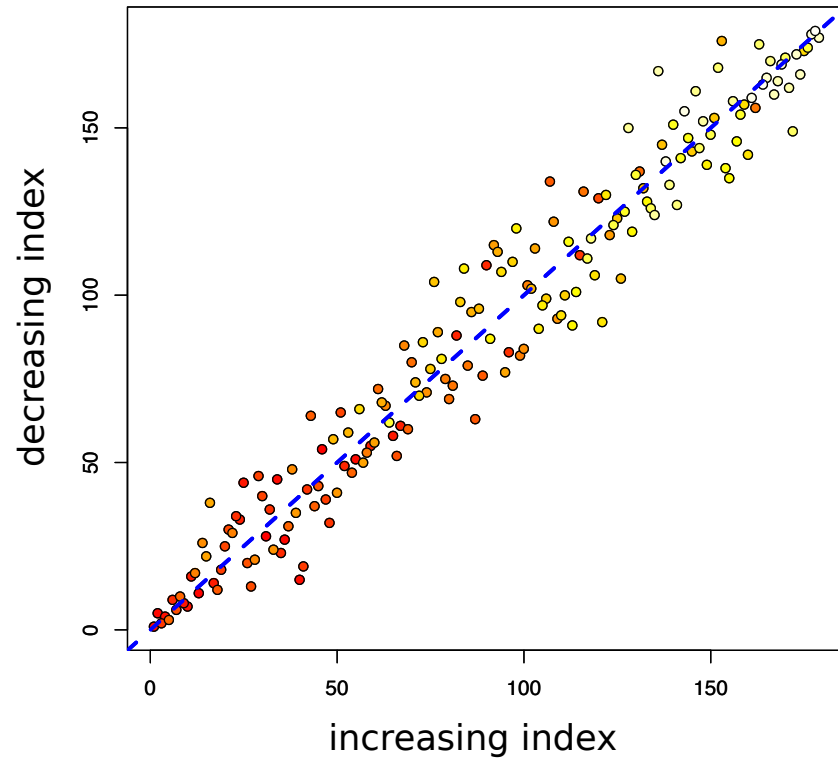

Increasing order test gene profiles from page 3 to 123
 Decreasing order test gene profiles from page 125 to 221

B

ENSDARG00000016725

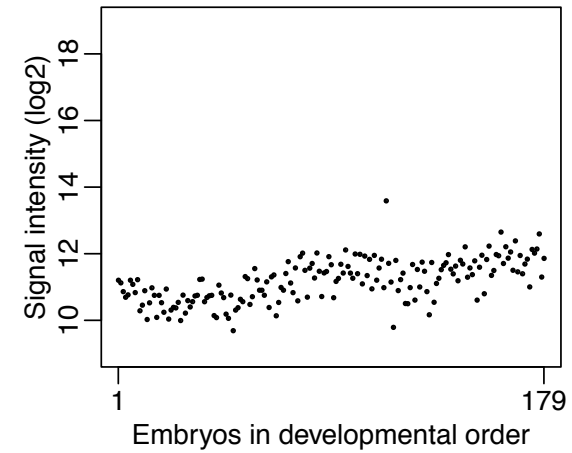

ENSDARG00000016725

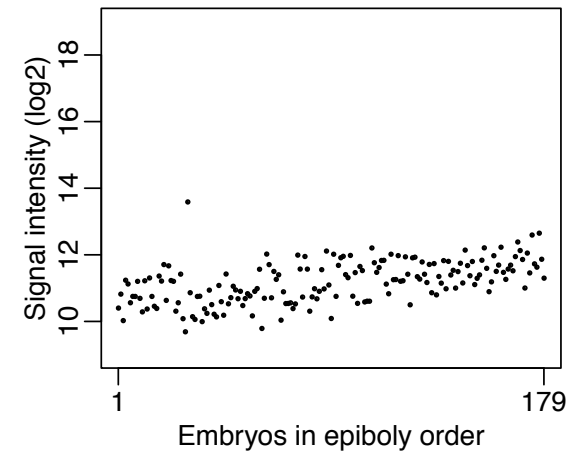

Comparison between the gene expression profiles orderings
using:

97 continuously **increasing** genes to ***train*** the ordering

121 continuously **decreasing** genes to ***test*** the ordering.

MAD_Dr_004_161881

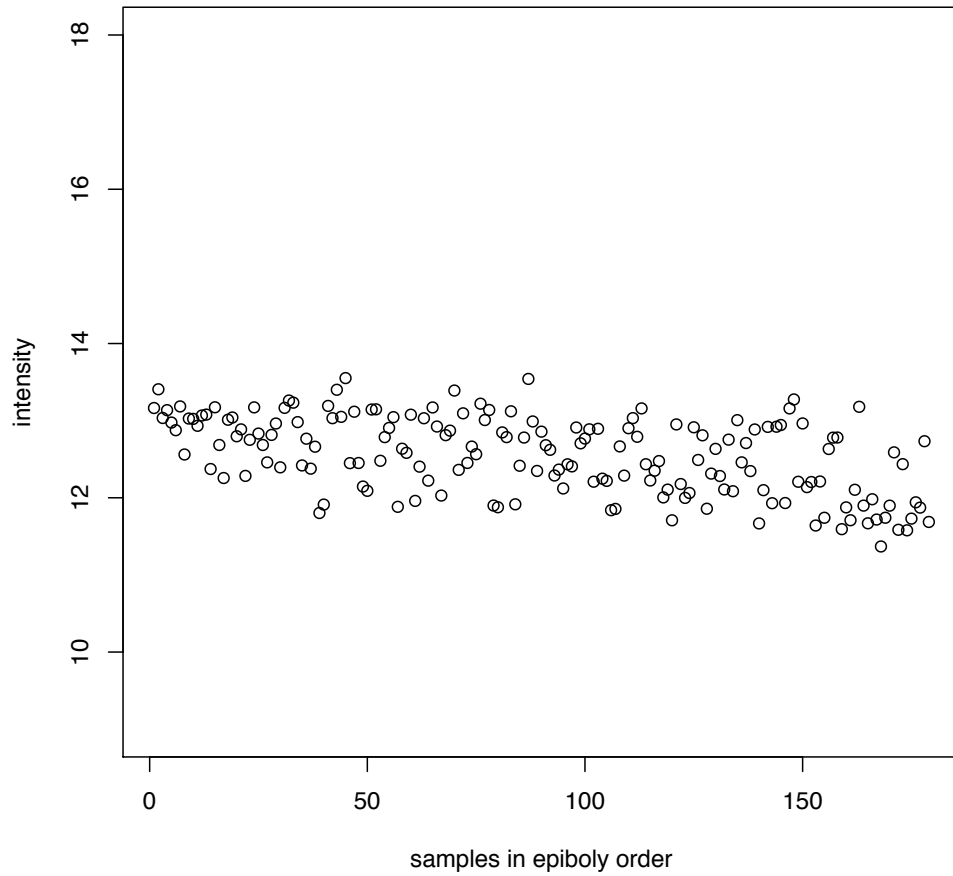

MAD_Dr_004_161881

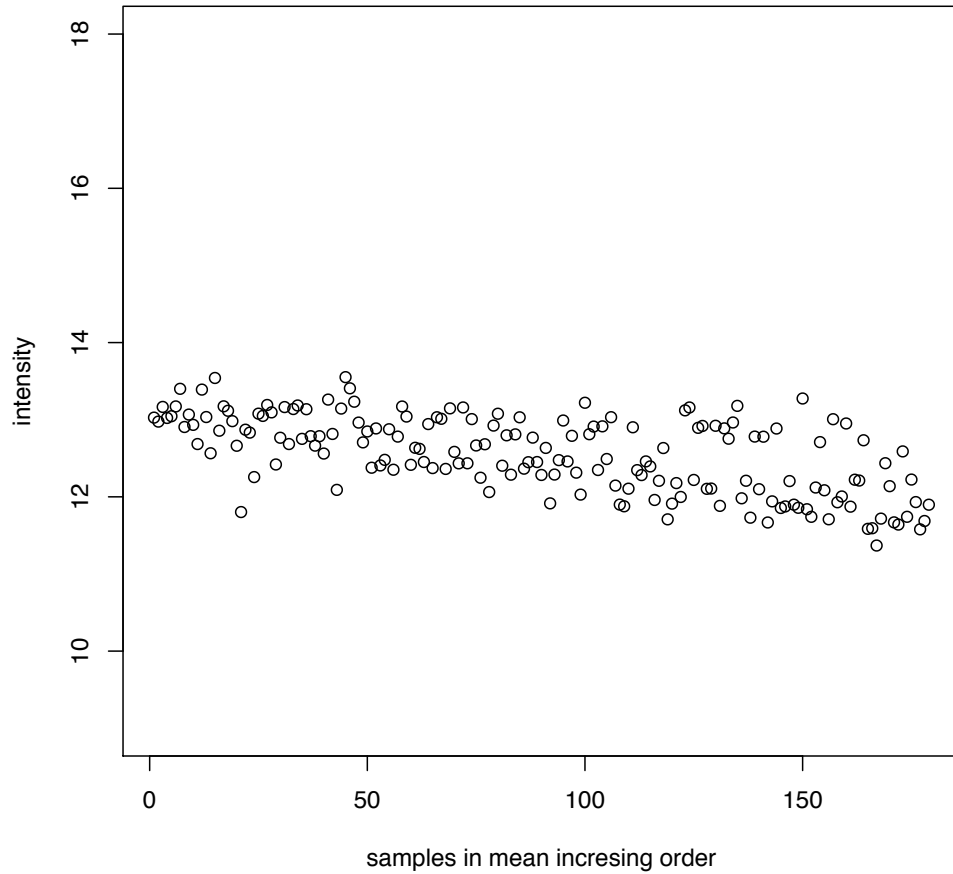

MAD_Dr_004_183606

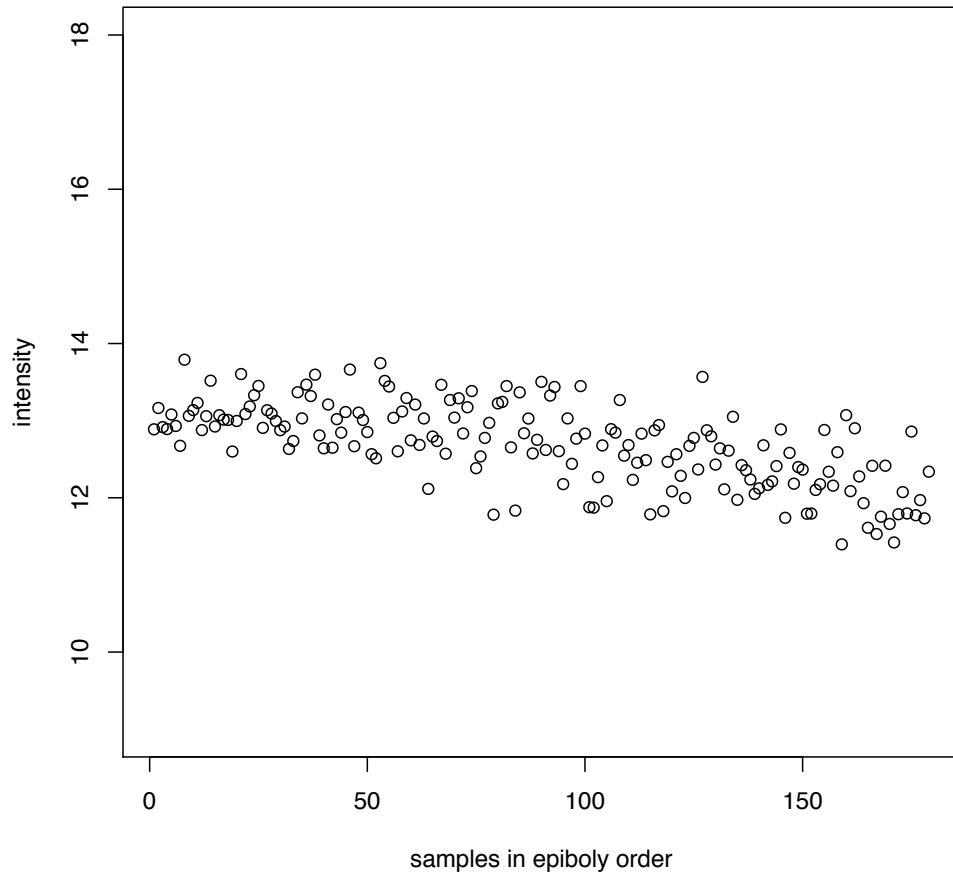

MAD_Dr_004_183606

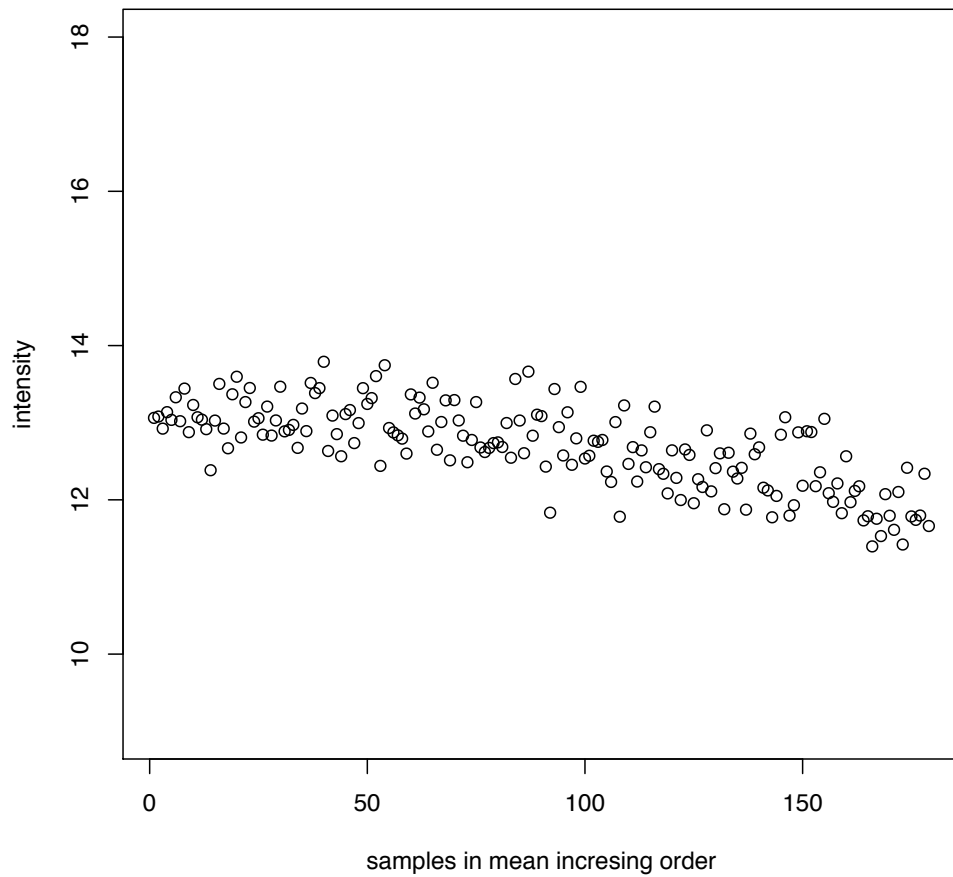

MAD_Dr_004_108418

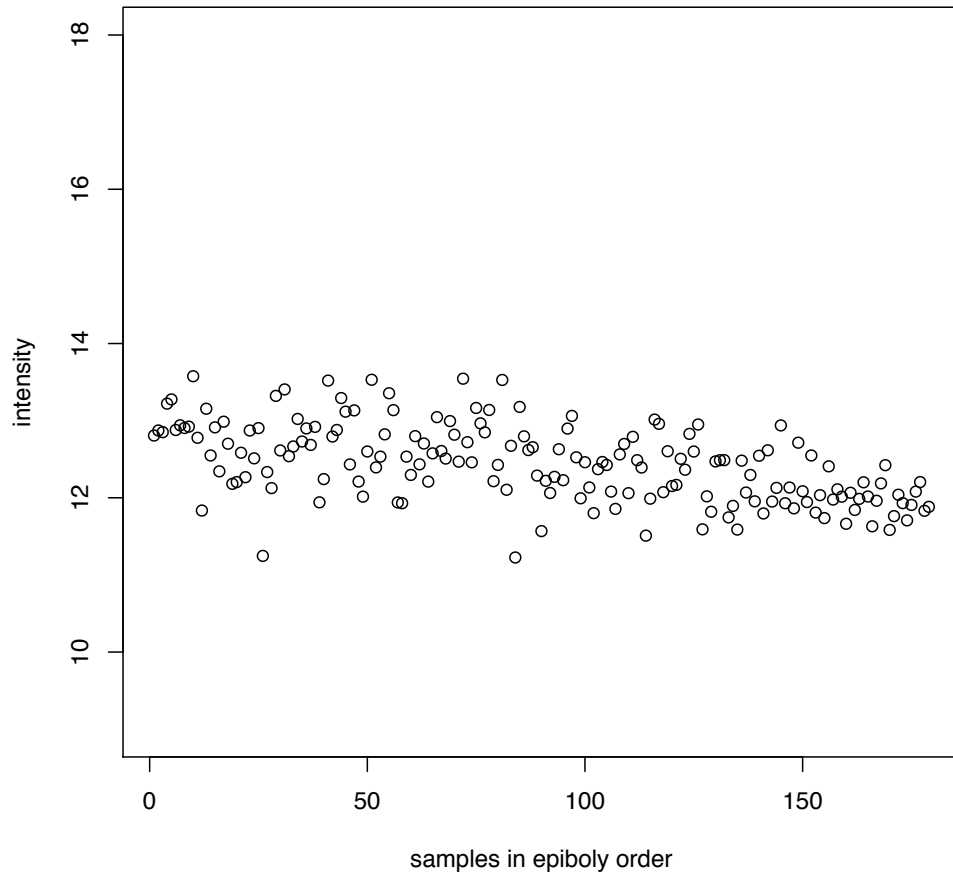

MAD_Dr_004_108418

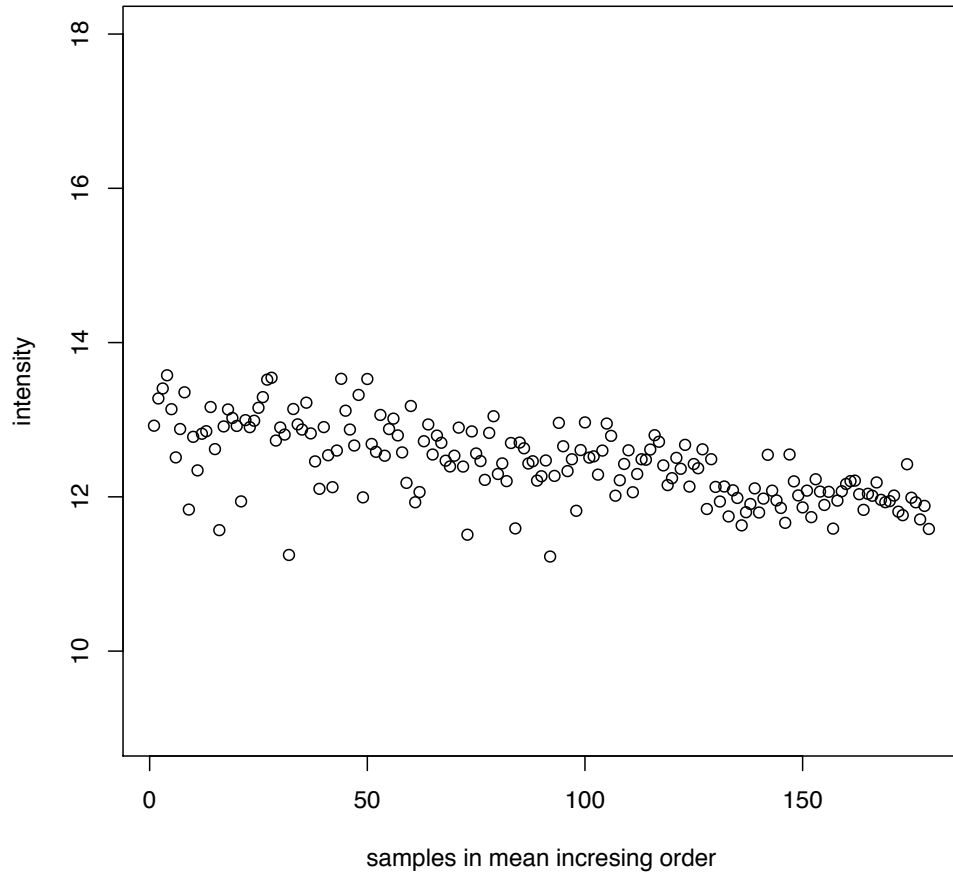

MAD_Dr_004_161960

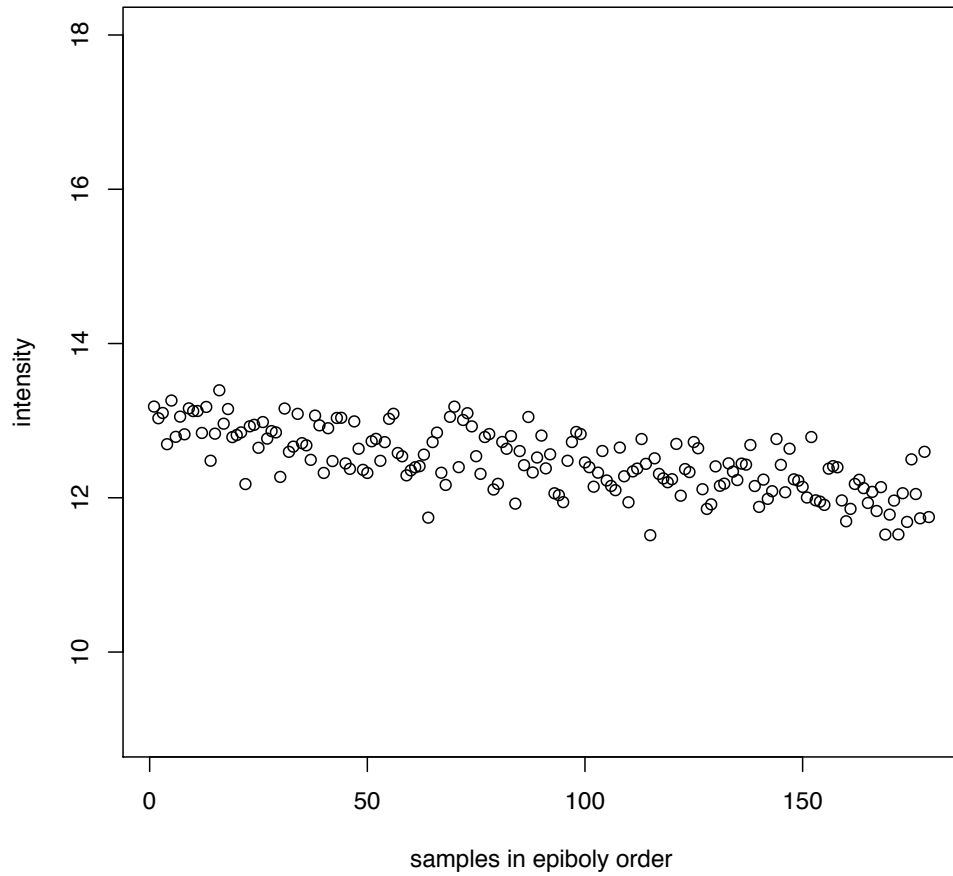

MAD_Dr_004_161960

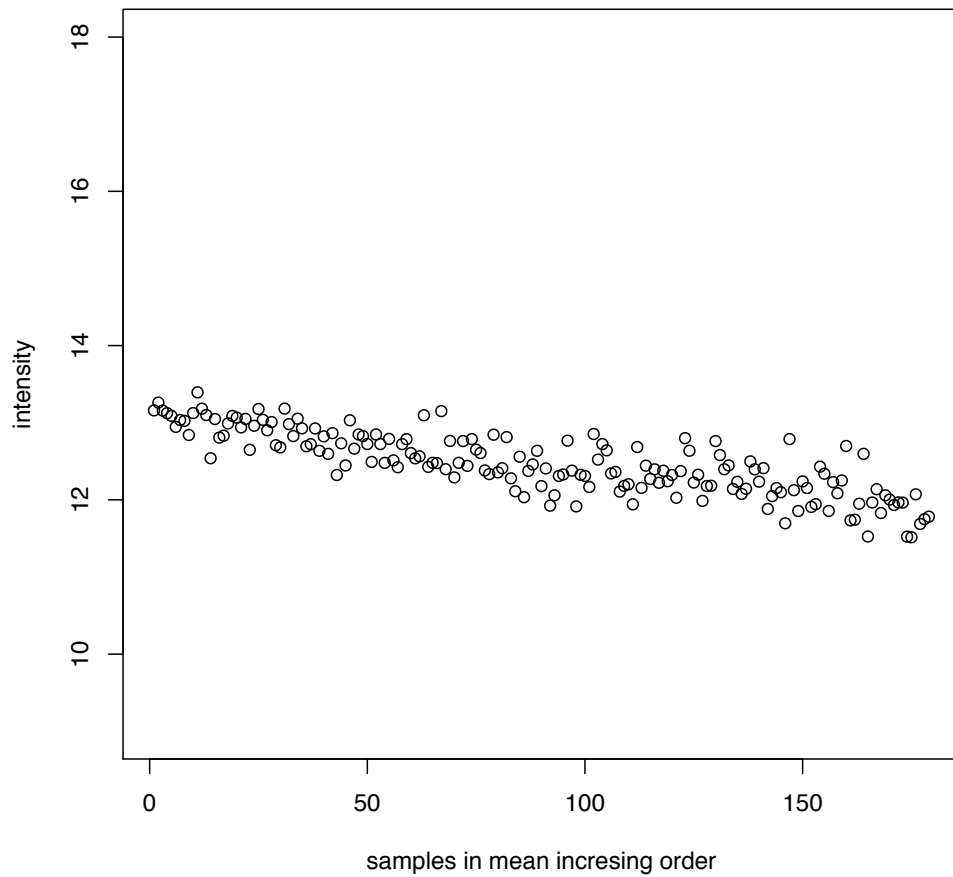

MAD_Dr_004_103924

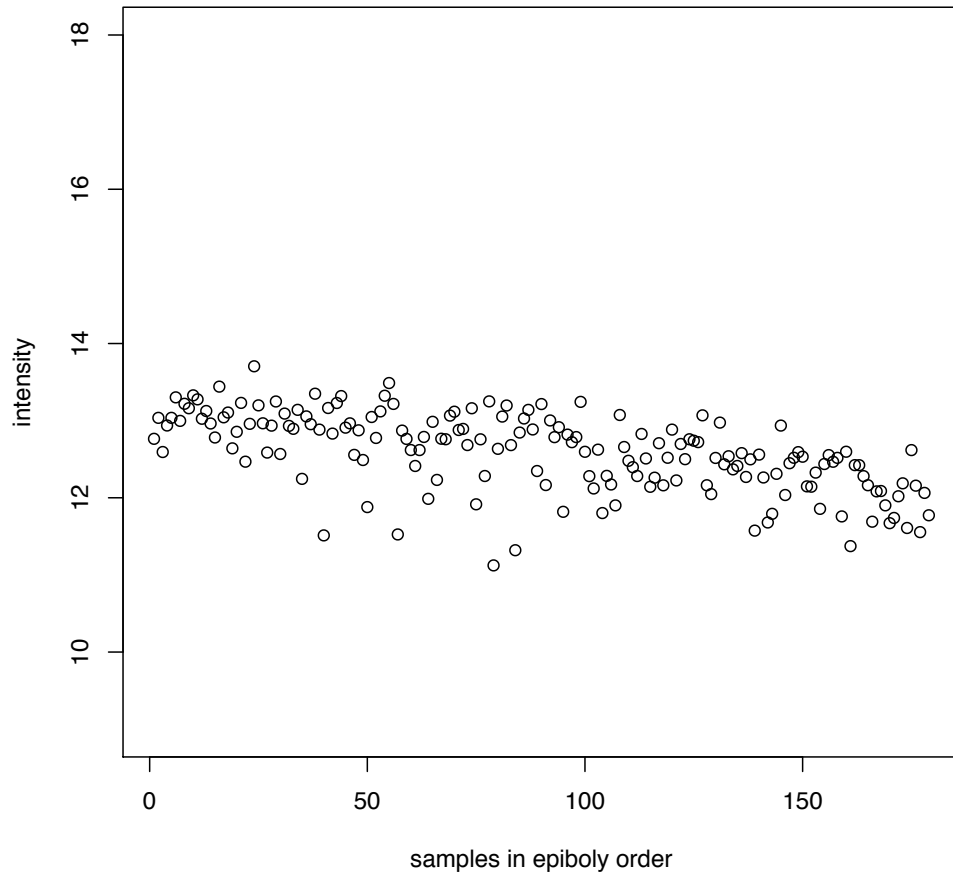

MAD_Dr_004_103924

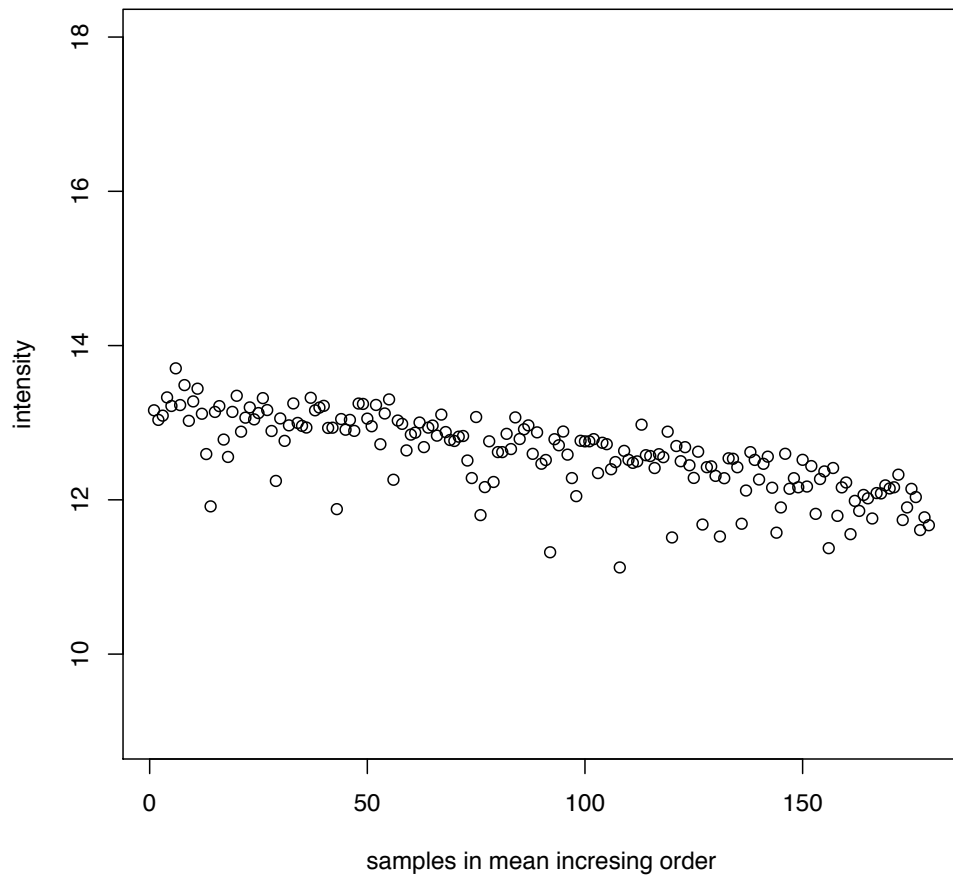

MAD_Dr_004_163534

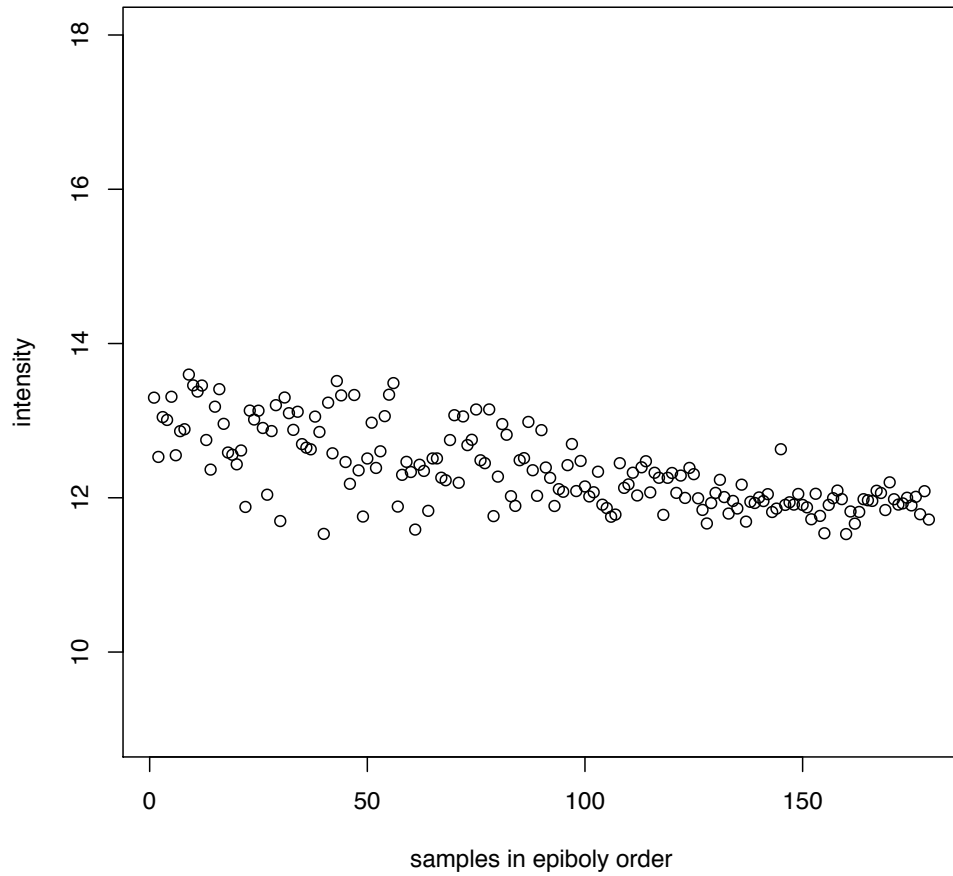

MAD_Dr_004_163534

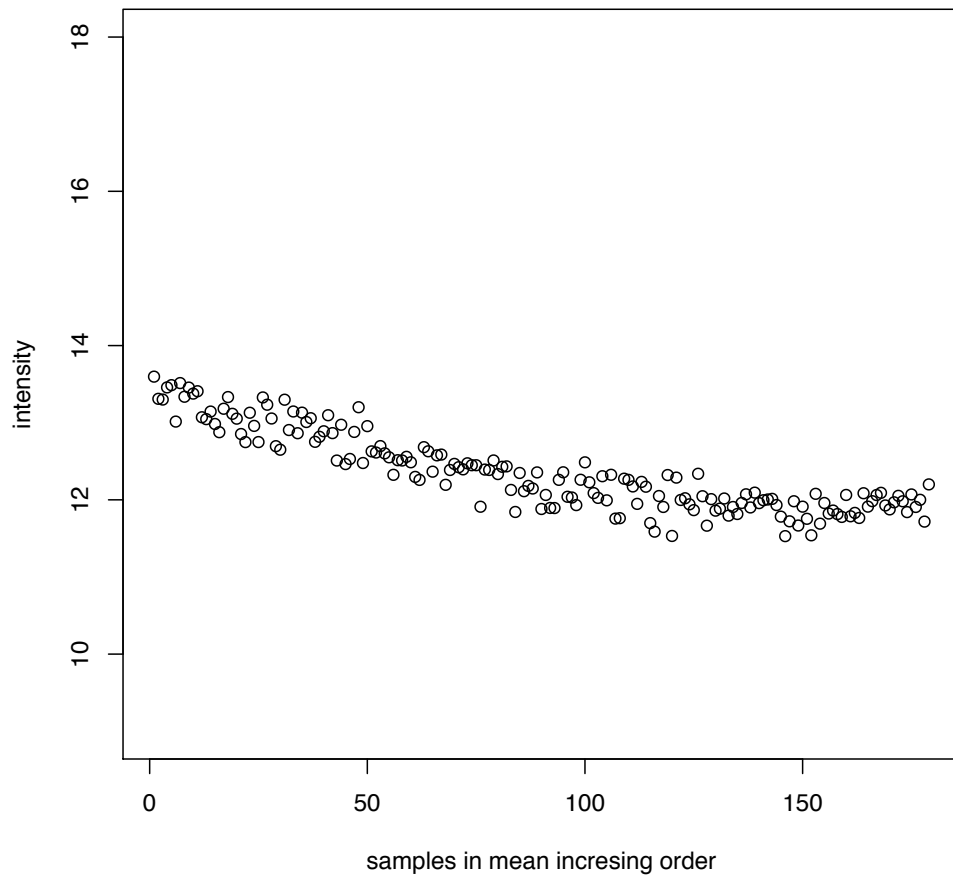

MAD_Dr_004_168457

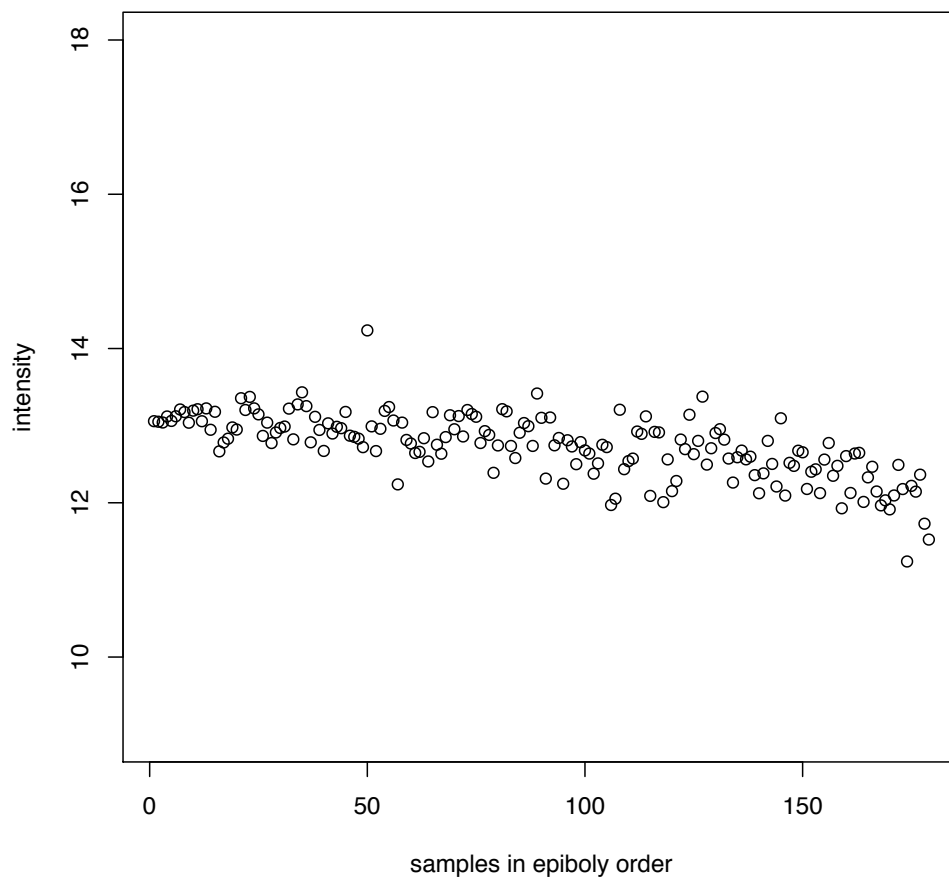

MAD_Dr_004_168457

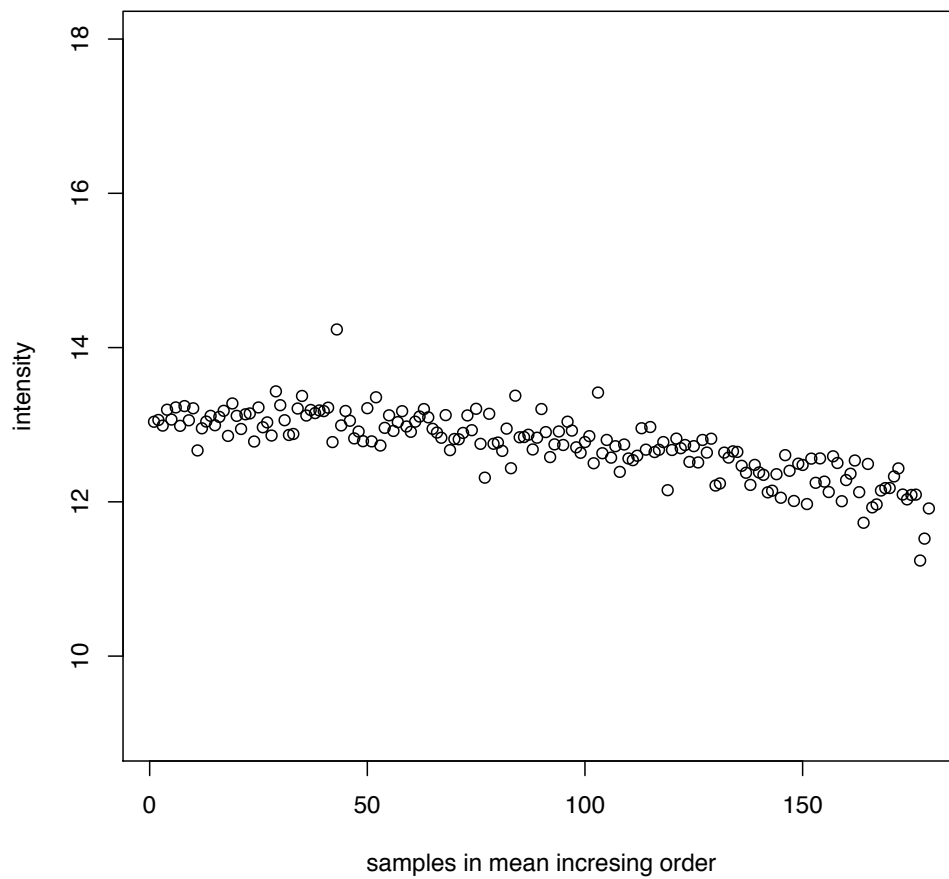

MAD_Dr_004_191900

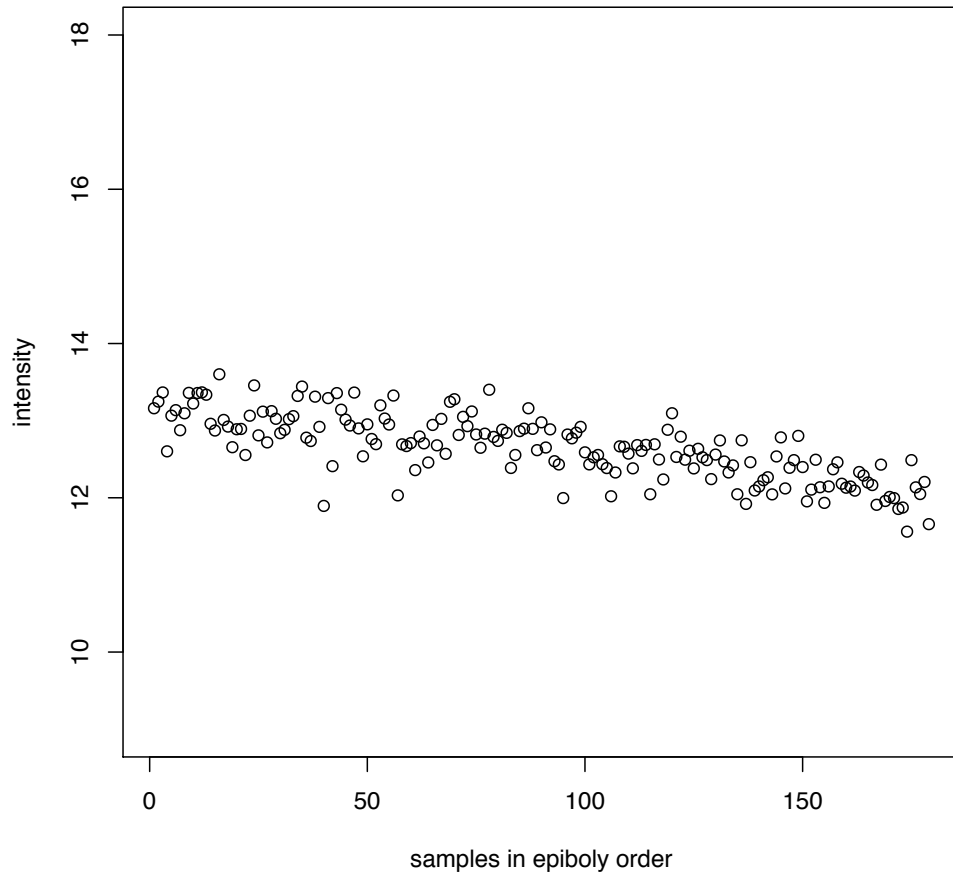

MAD_Dr_004_191900

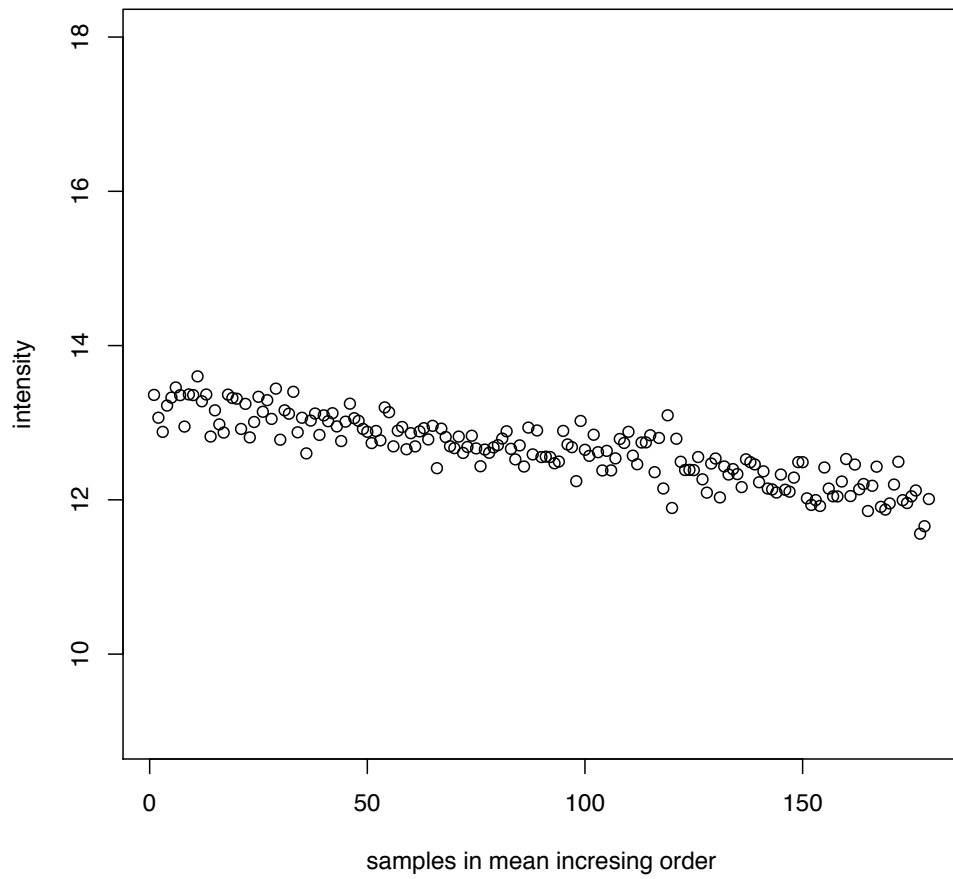

MAD_Dr_004_180556

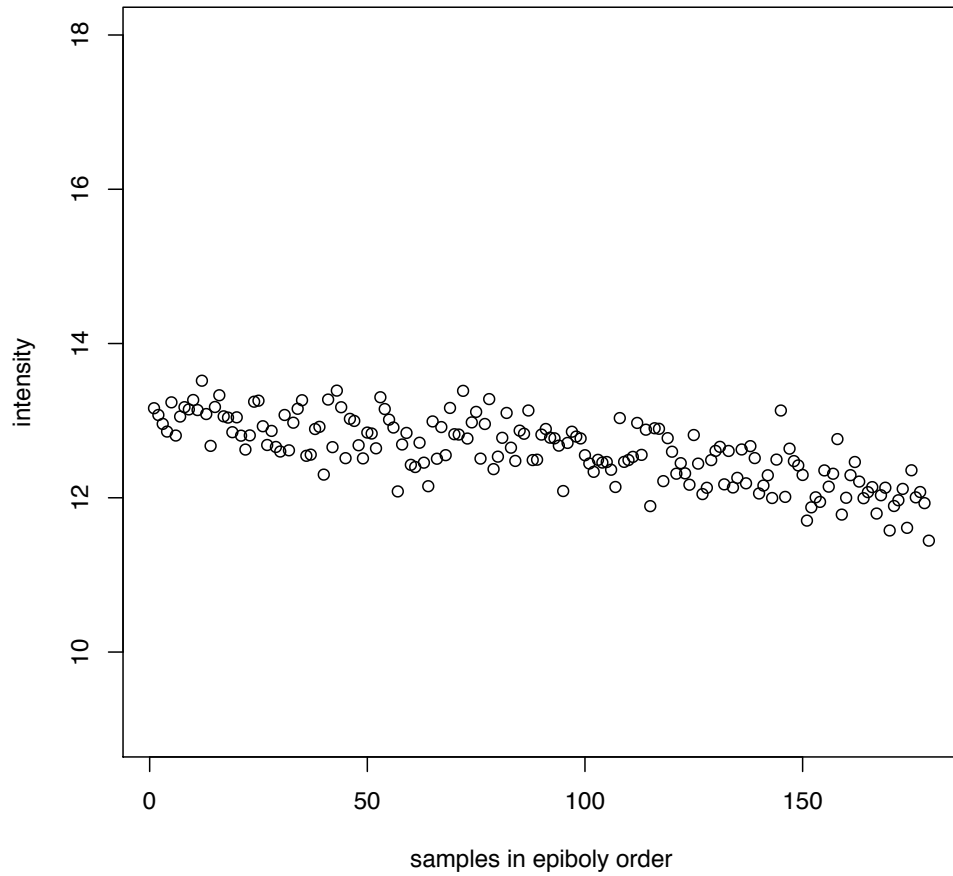

MAD_Dr_004_180556

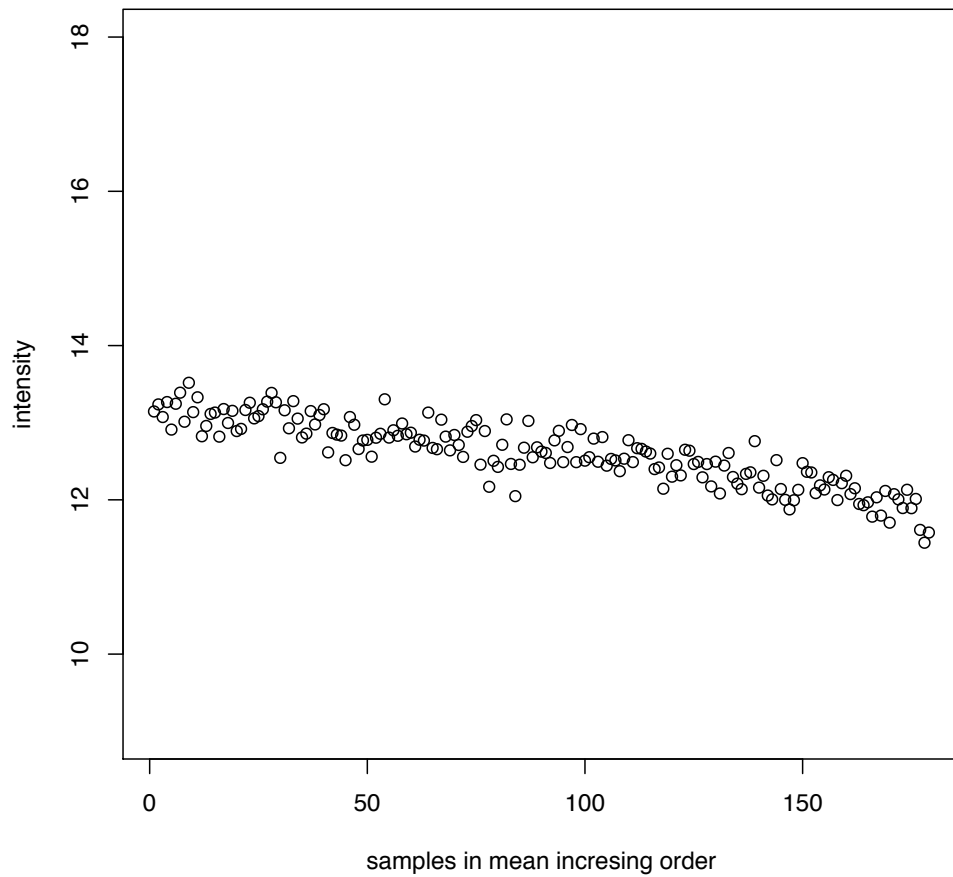

MAD_Dr_004_155267

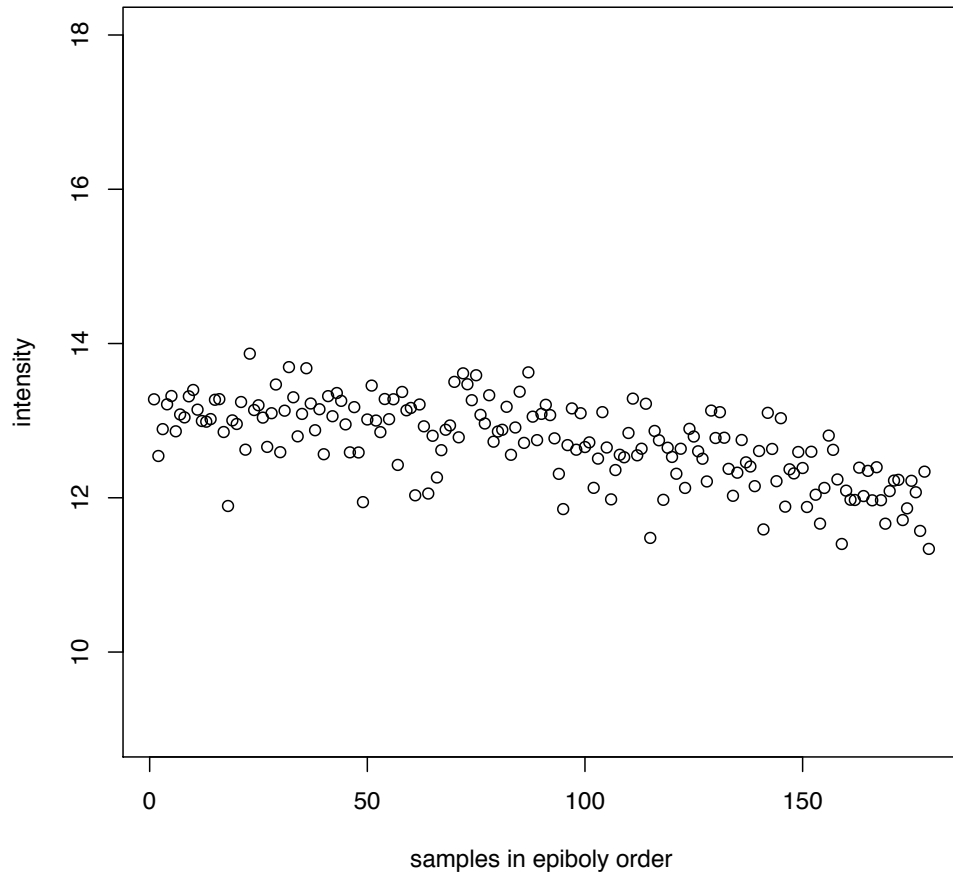

MAD_Dr_004_155267

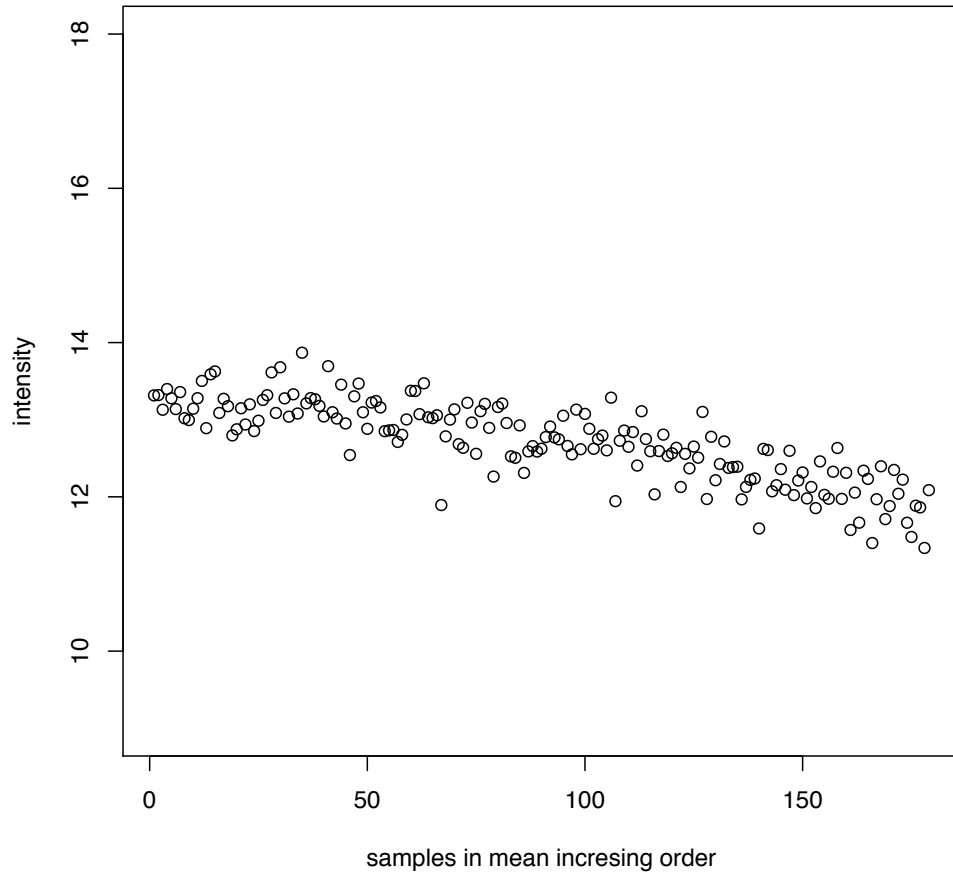

MAD_Dr_004_111179

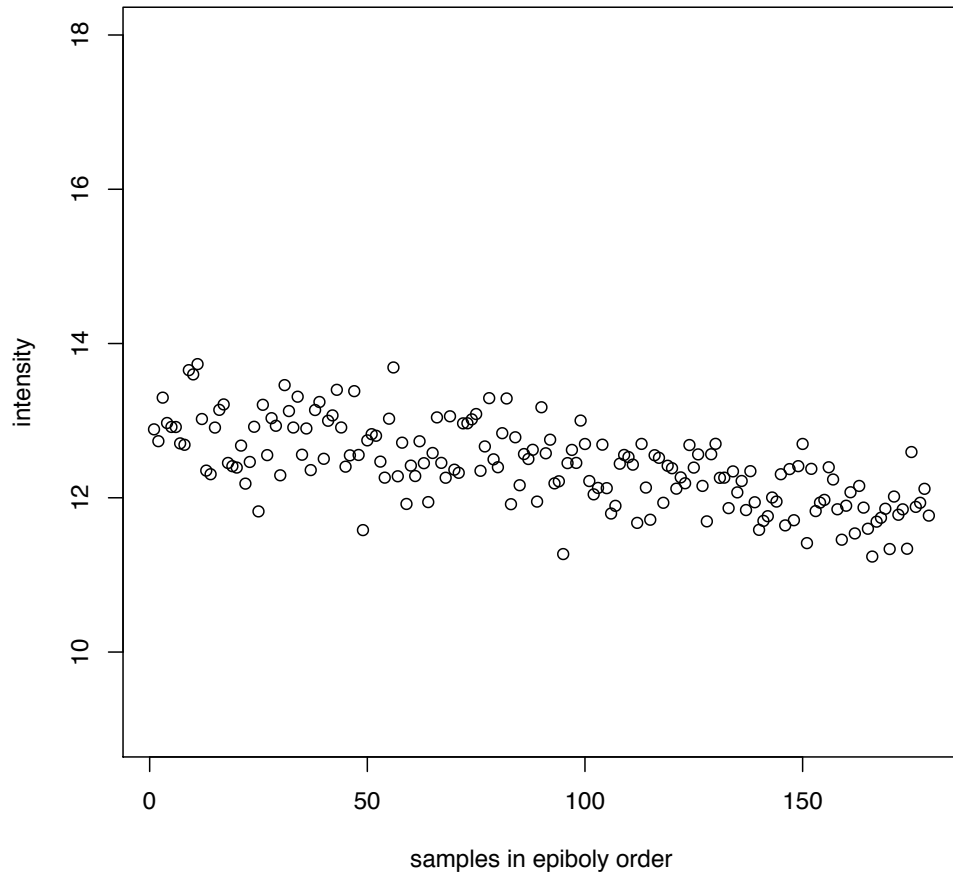

MAD_Dr_004_111179

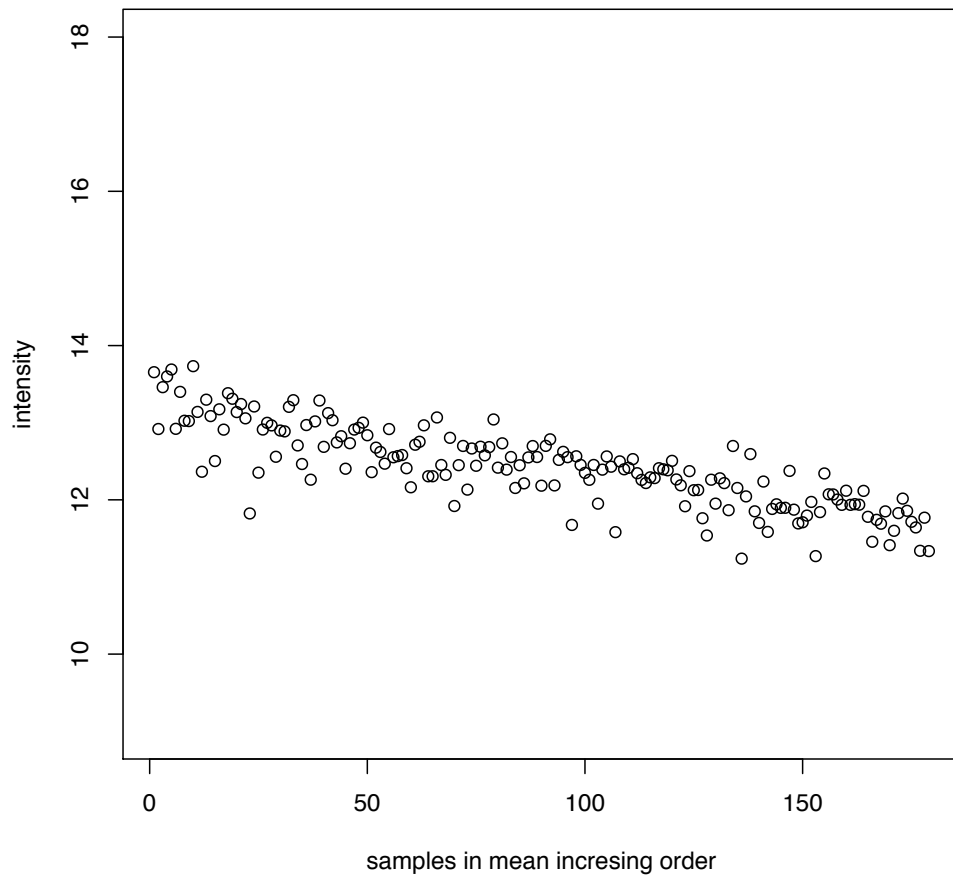

MAD_Dr_004_179389

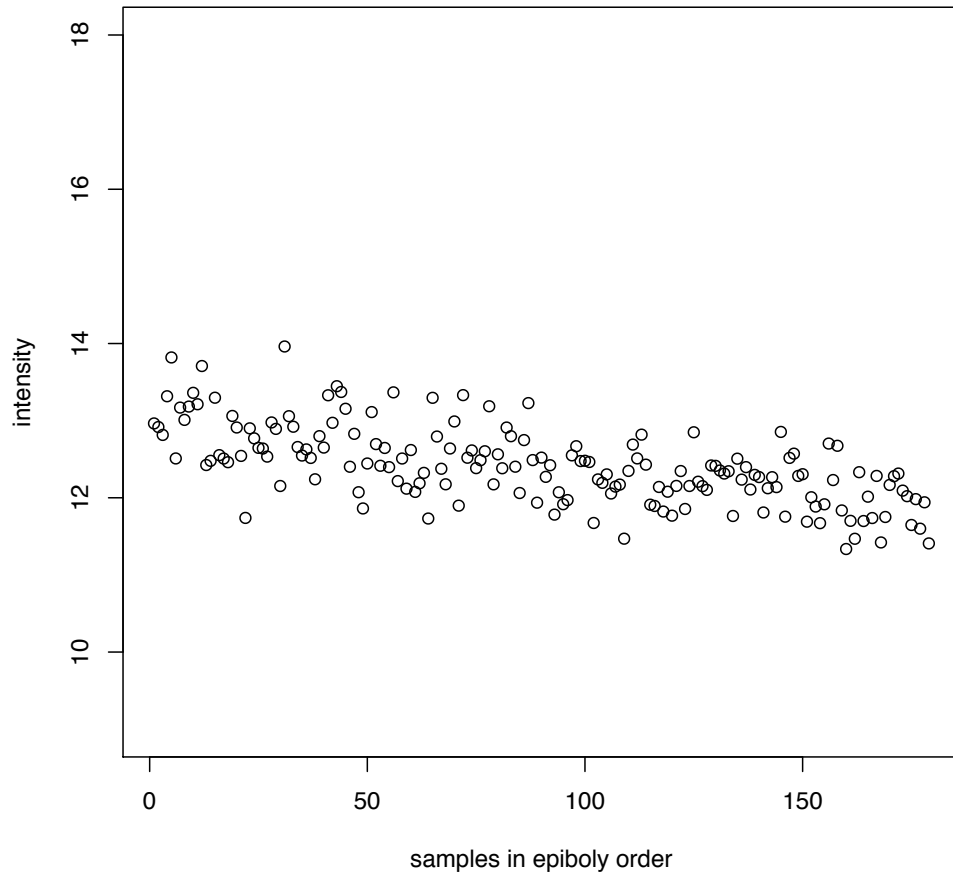

MAD_Dr_004_179389

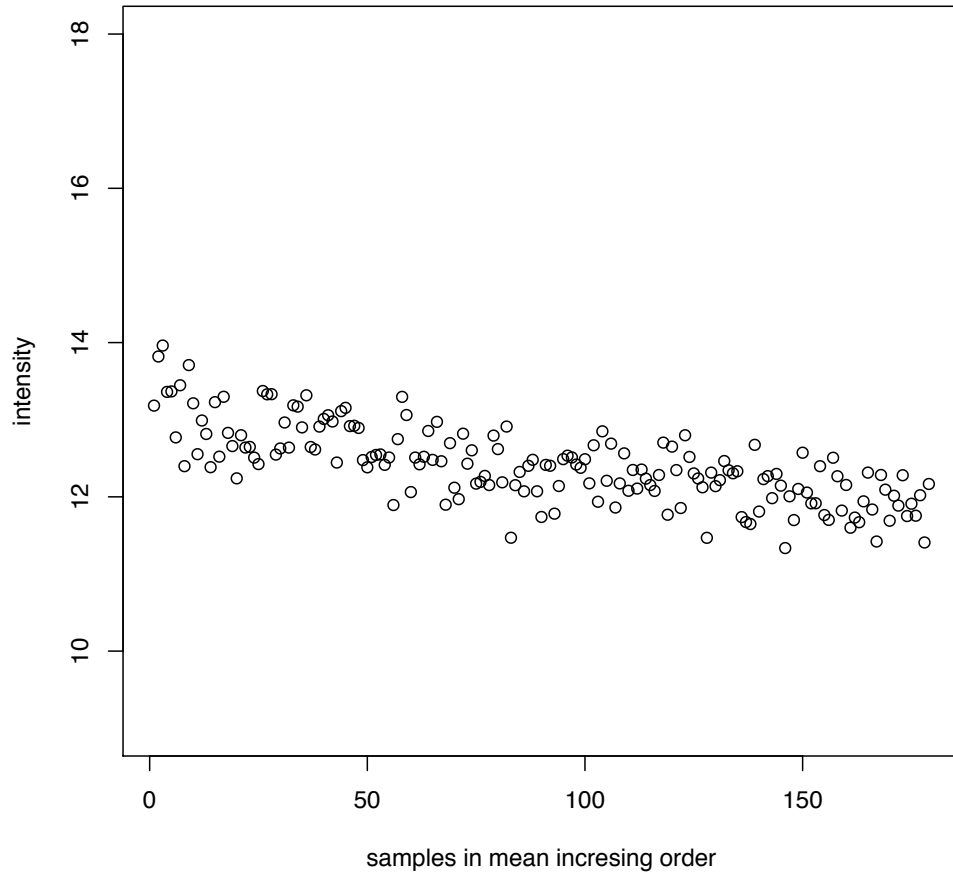

MAD_Dr_004_158568

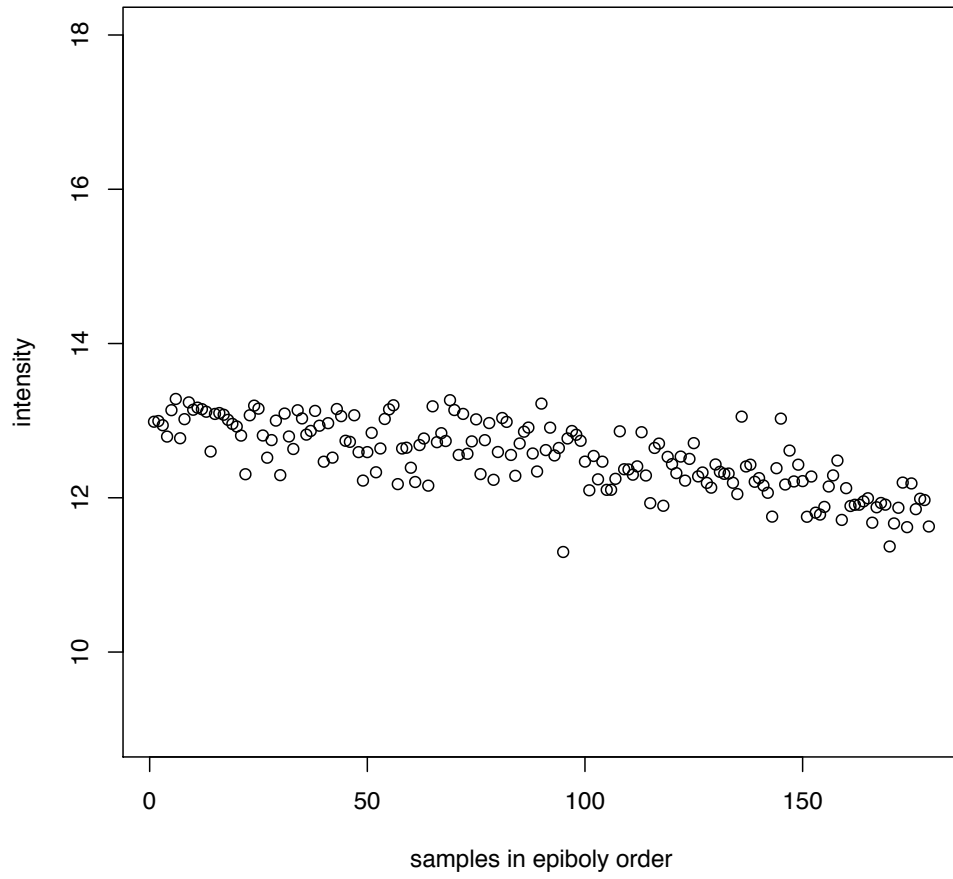

MAD_Dr_004_158568

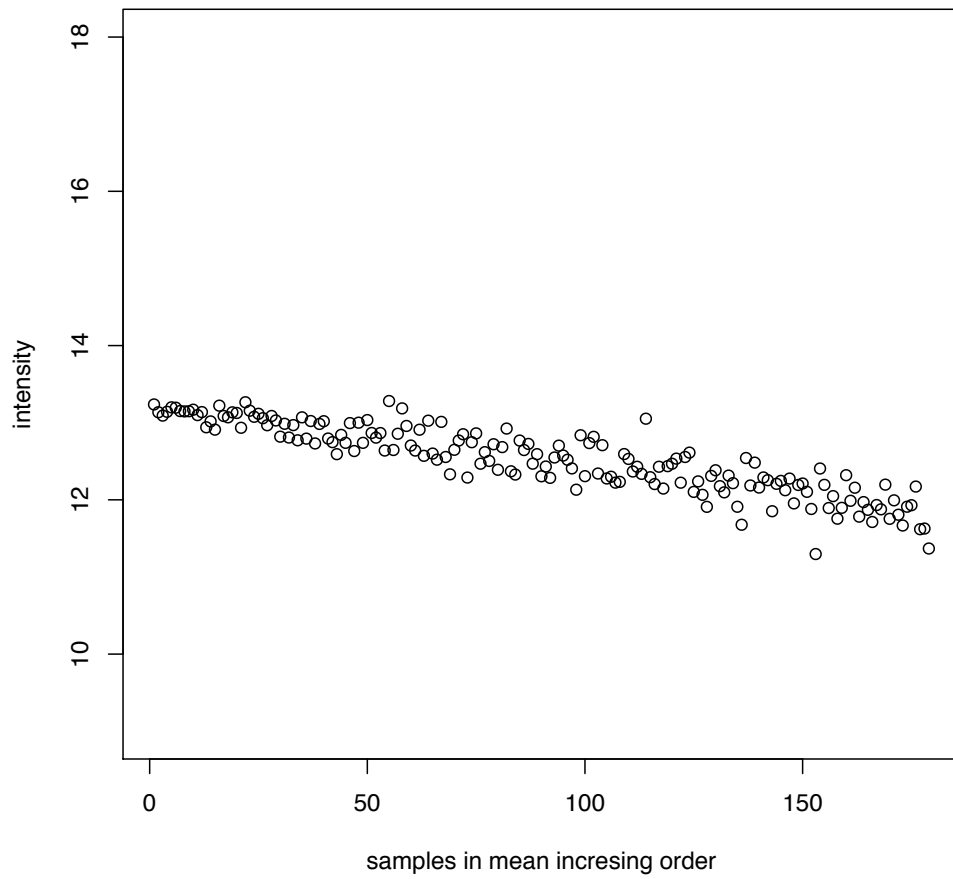

MAD_Dr_004_129285

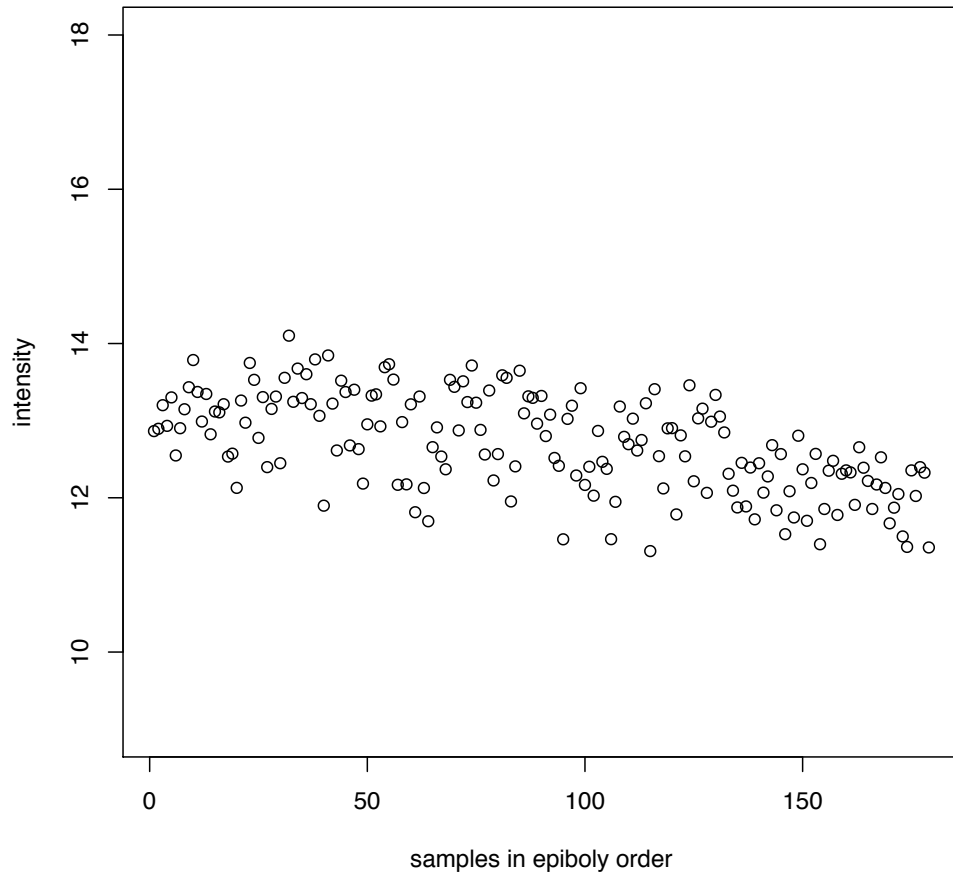

MAD_Dr_004_129285

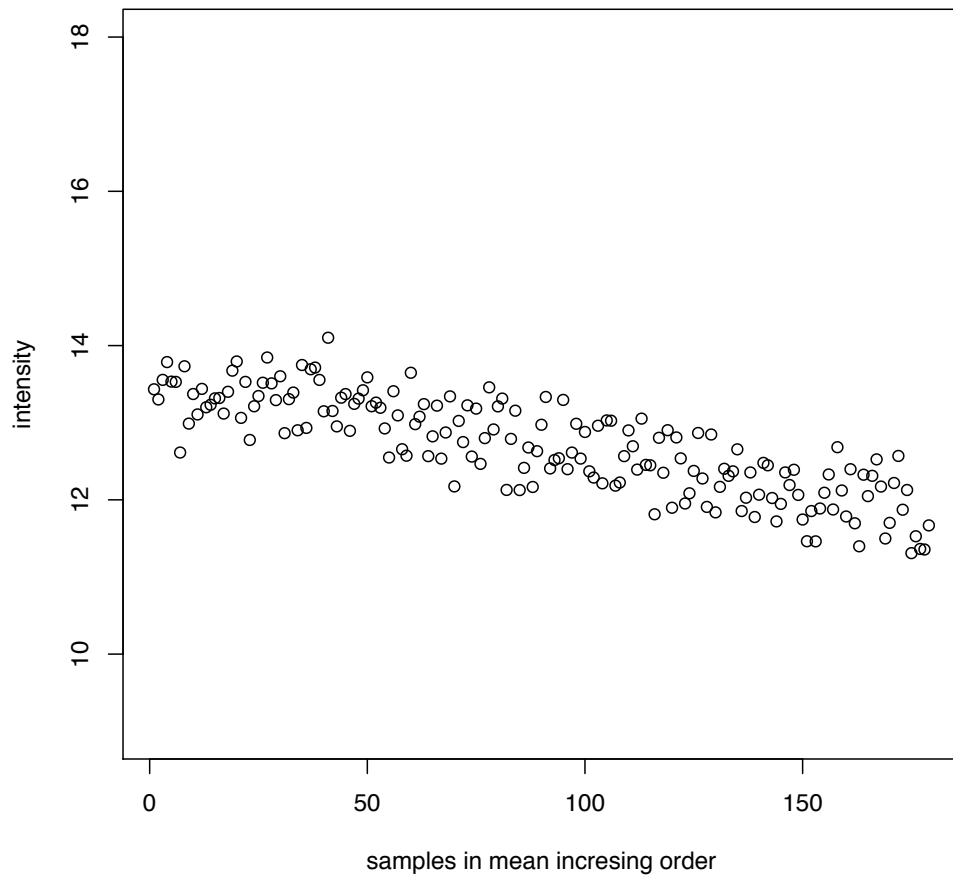

MAD_Dr_004_133015

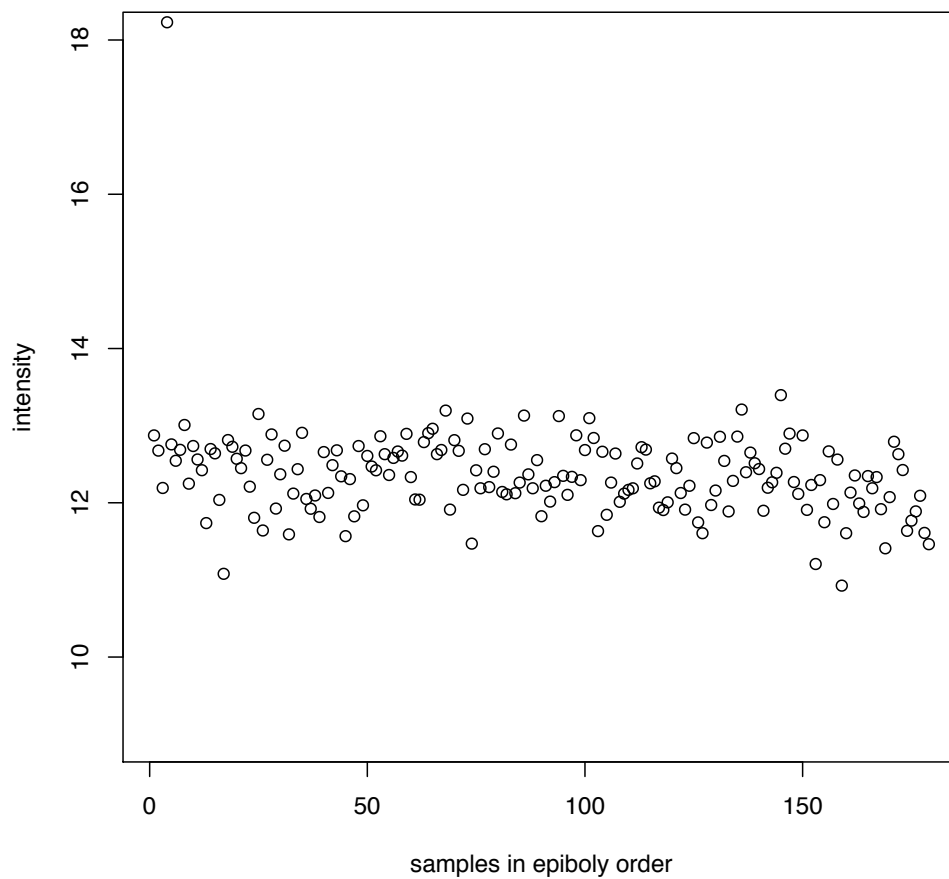

MAD_Dr_004_133015

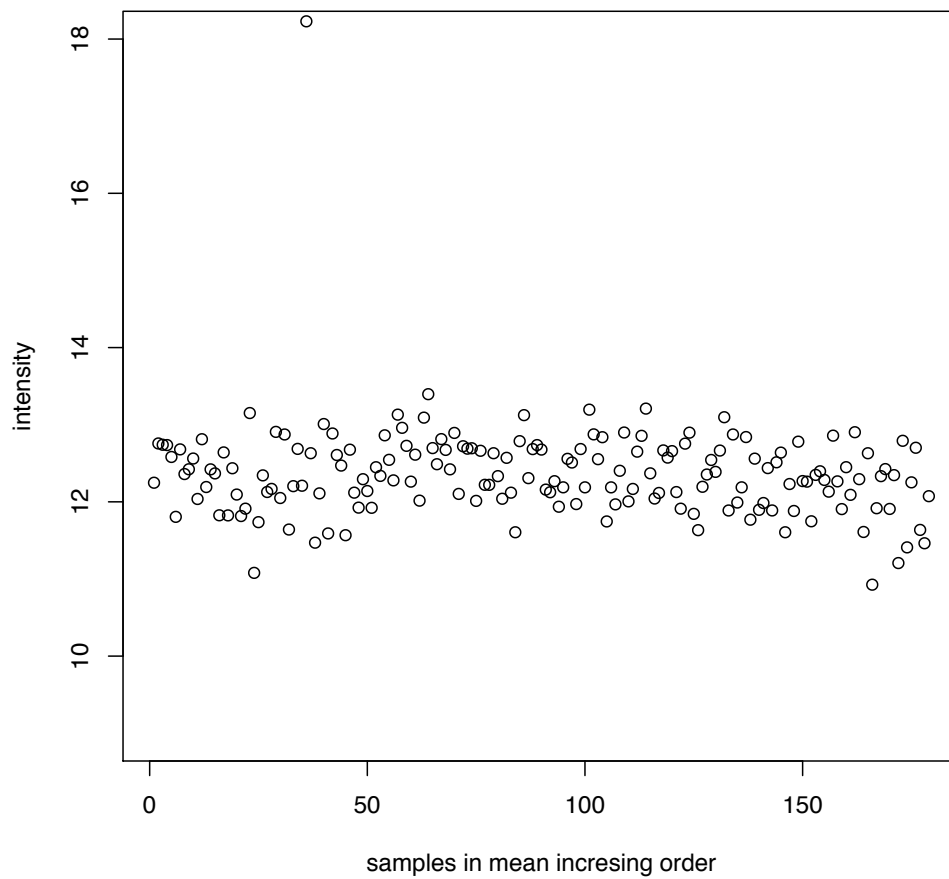

MAD_Dr_004_145953

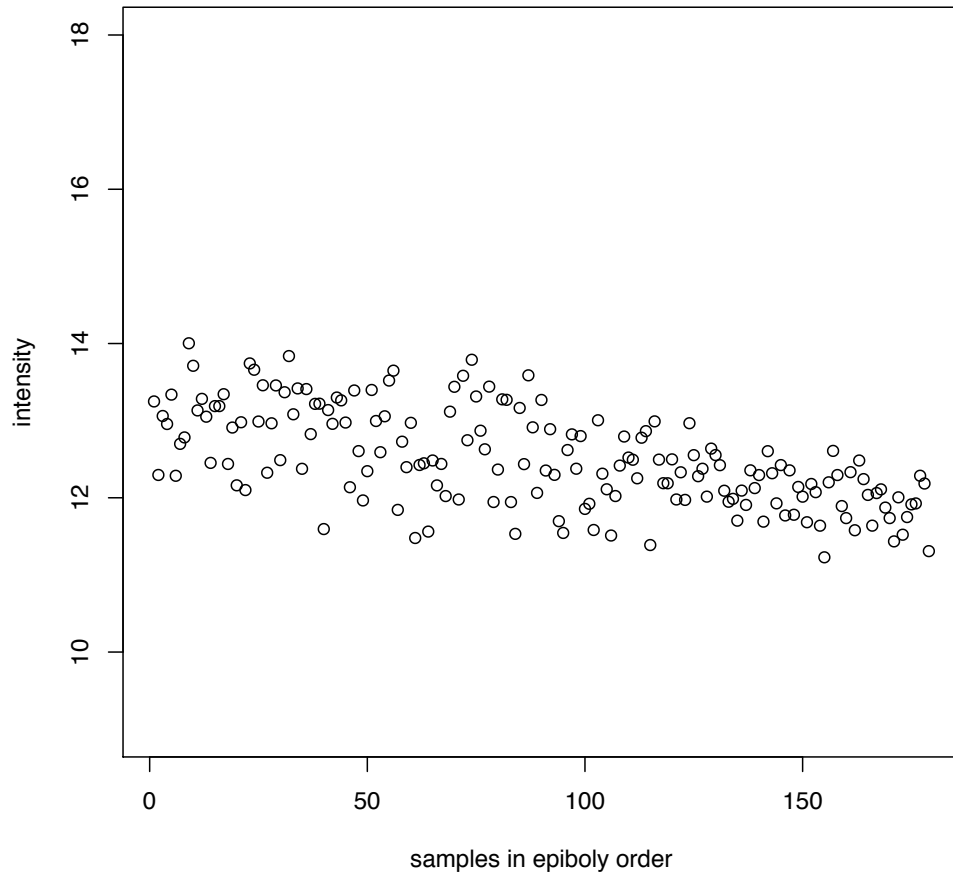

MAD_Dr_004_145953

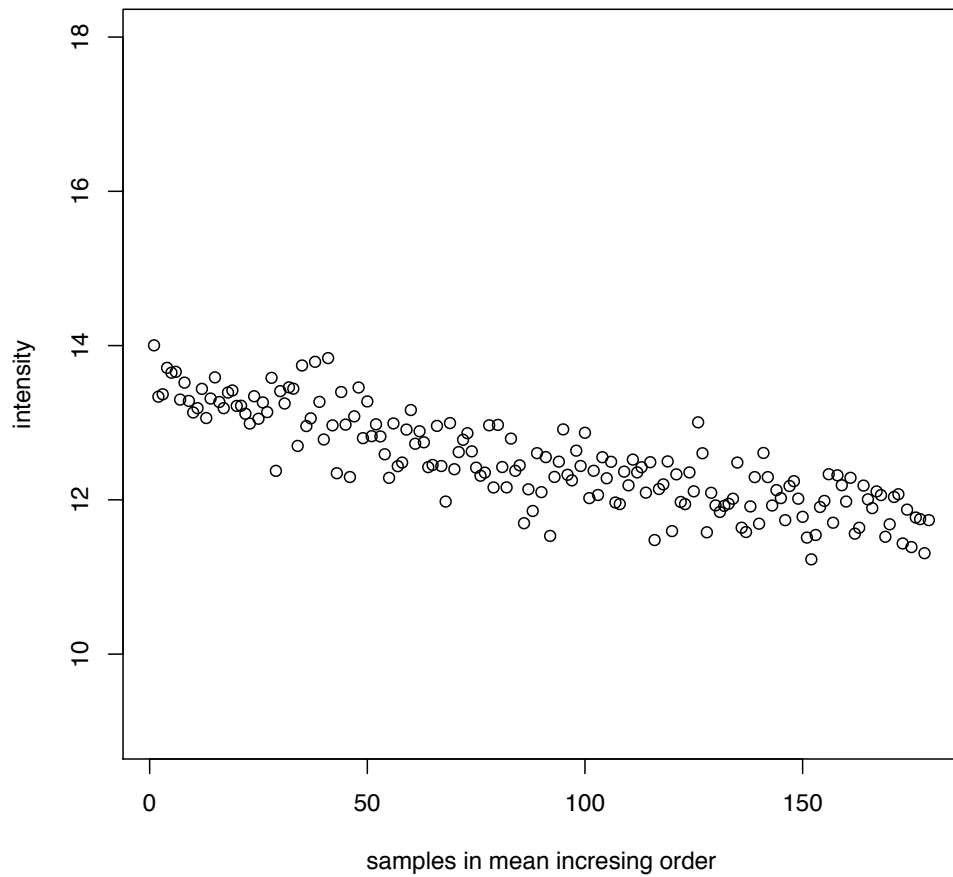

MAD_Dr_004_156873

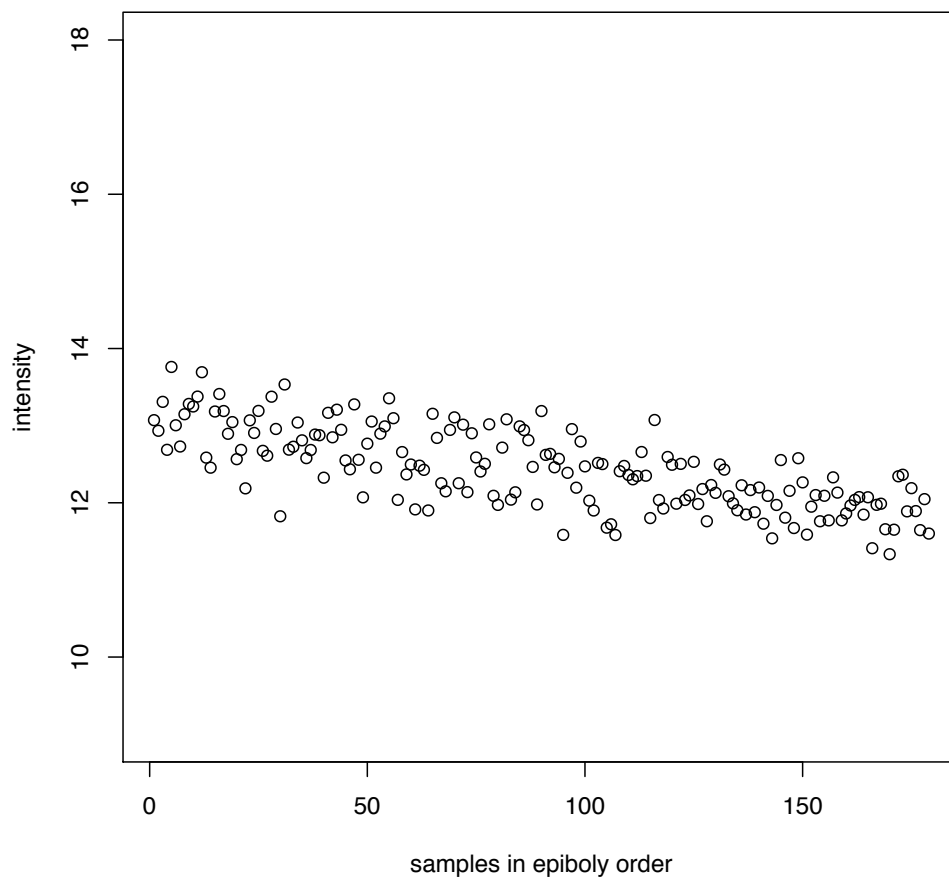

MAD_Dr_004_156873

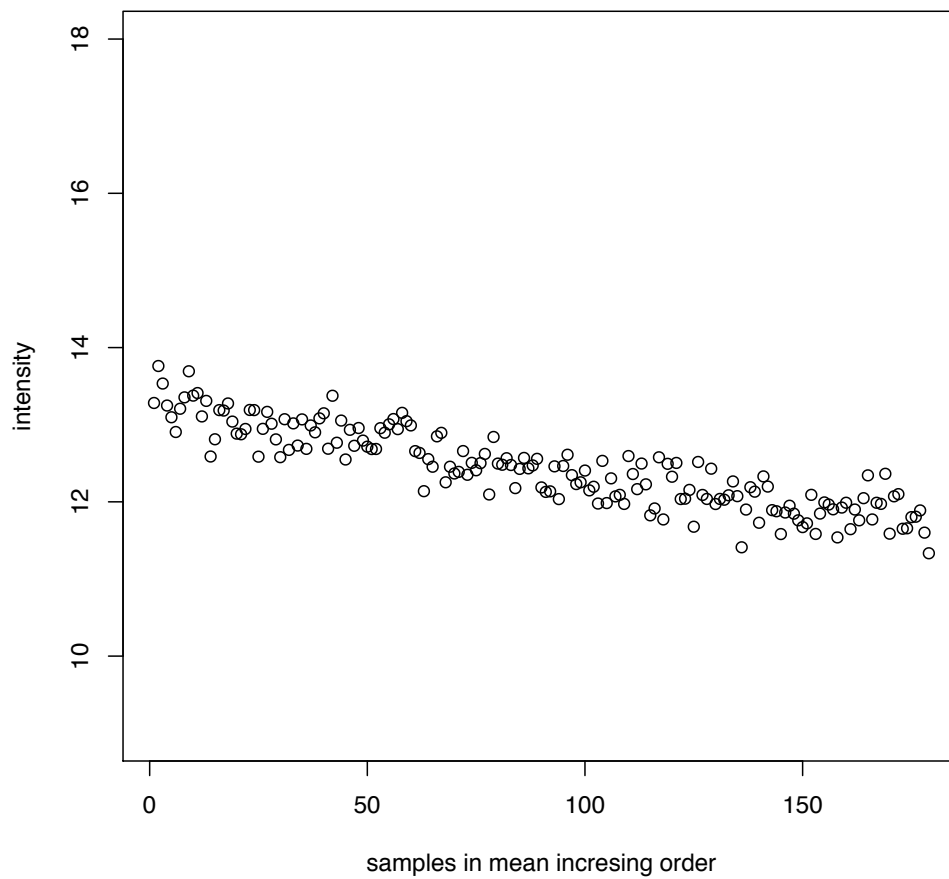

MAD_Dr_004_154689

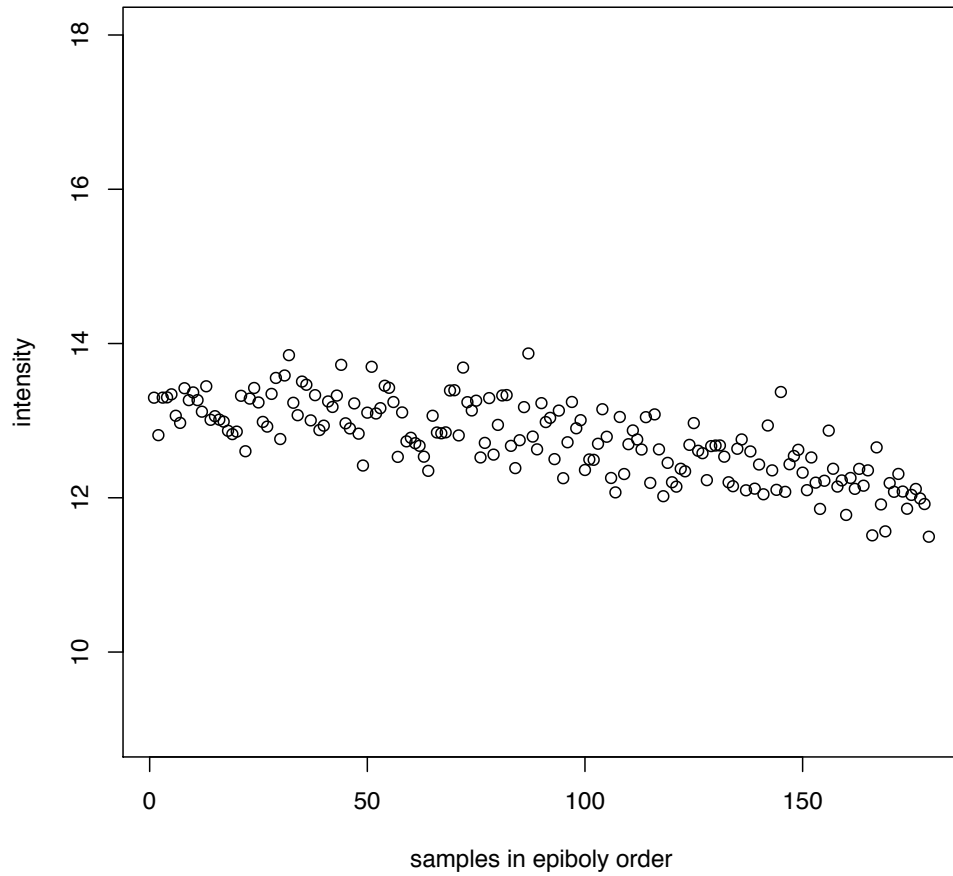

MAD_Dr_004_154689

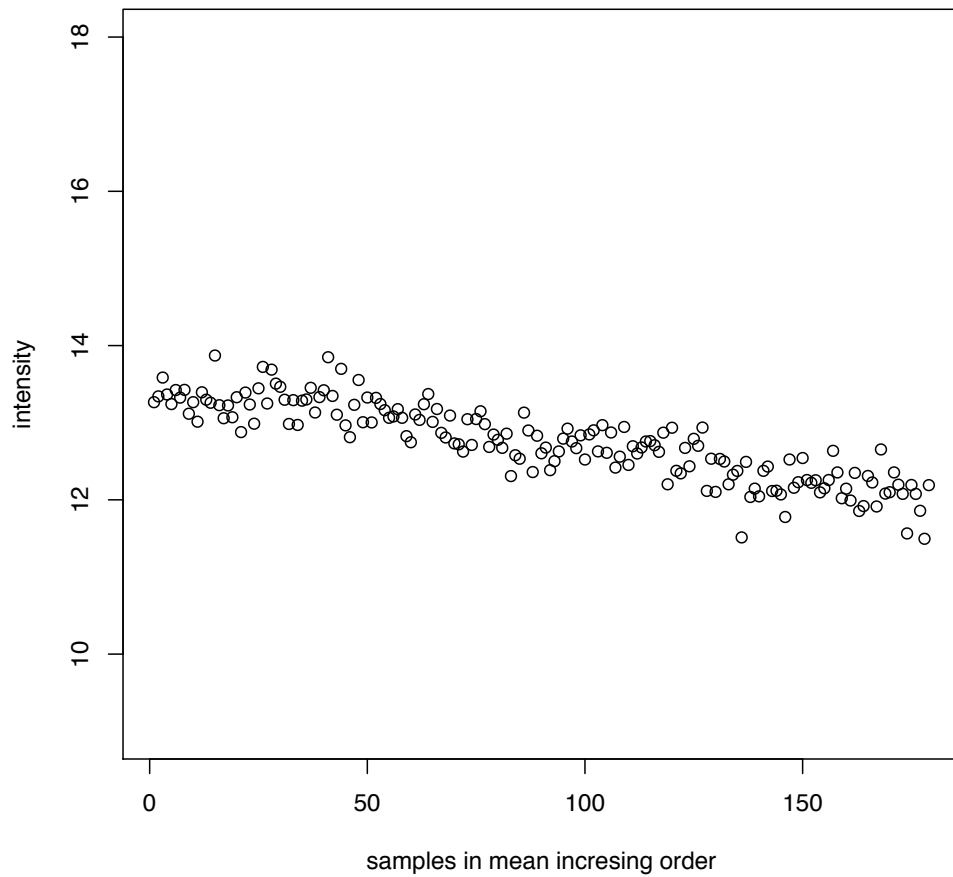

MAD_Dr_004_155242

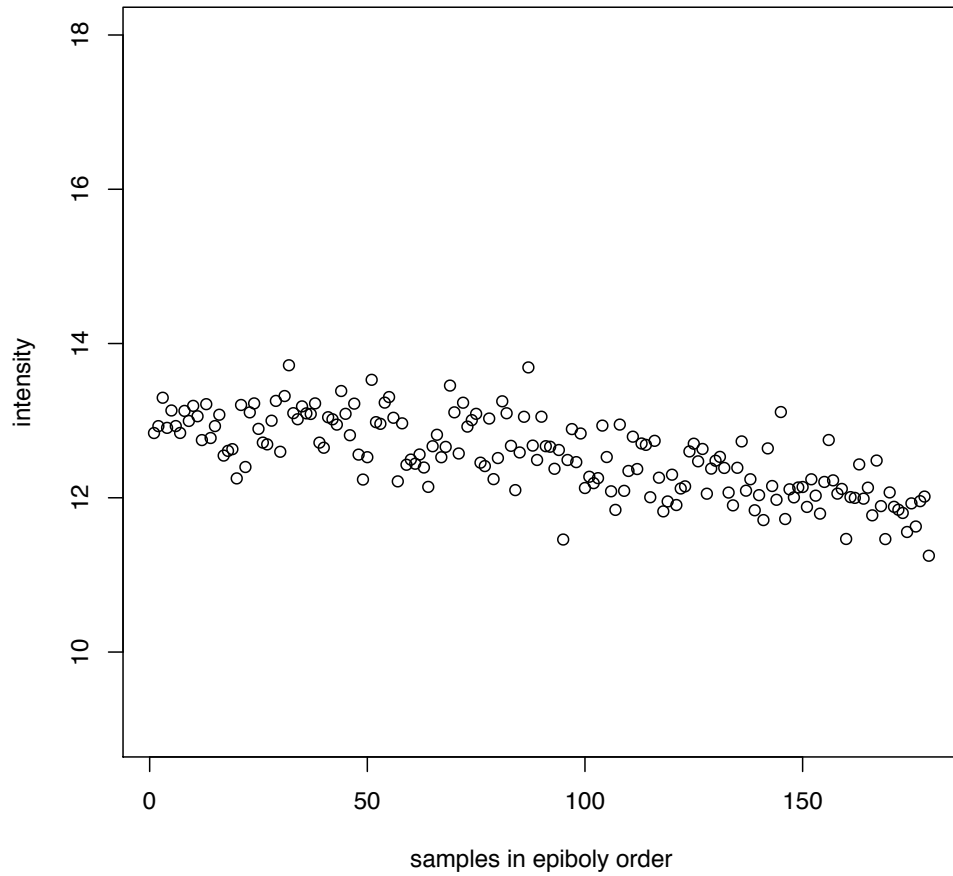

MAD_Dr_004_155242

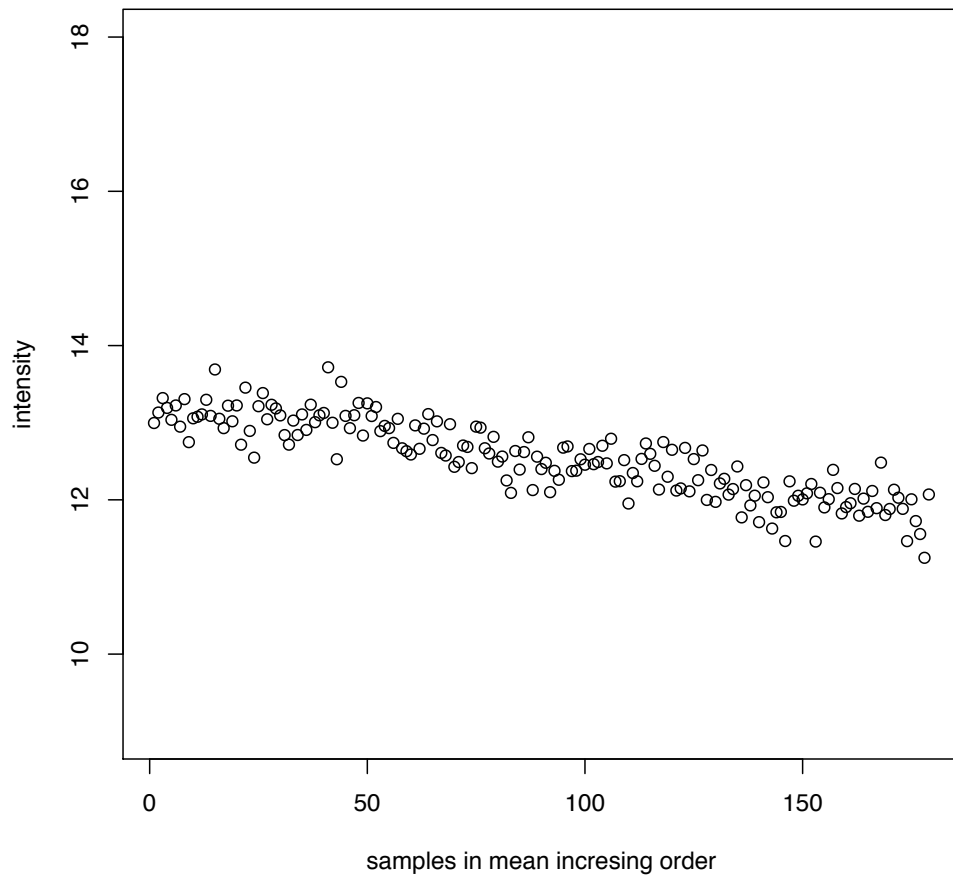

MAD_Dr_004_167992

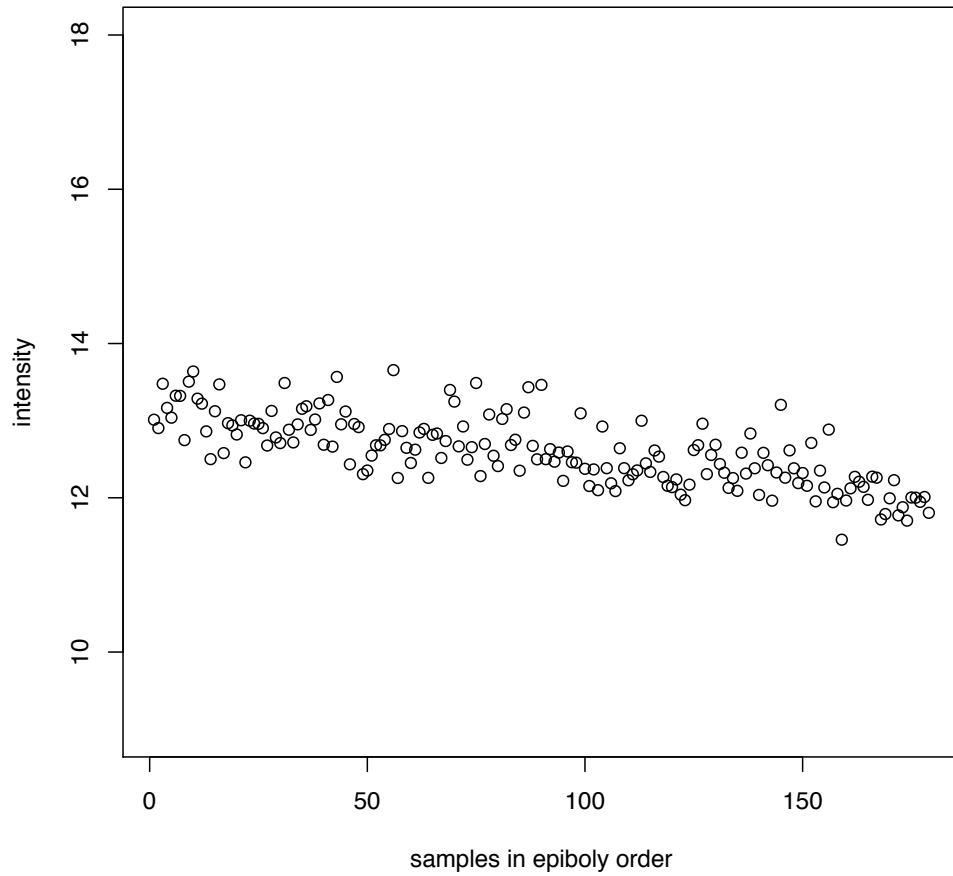

MAD_Dr_004_167992

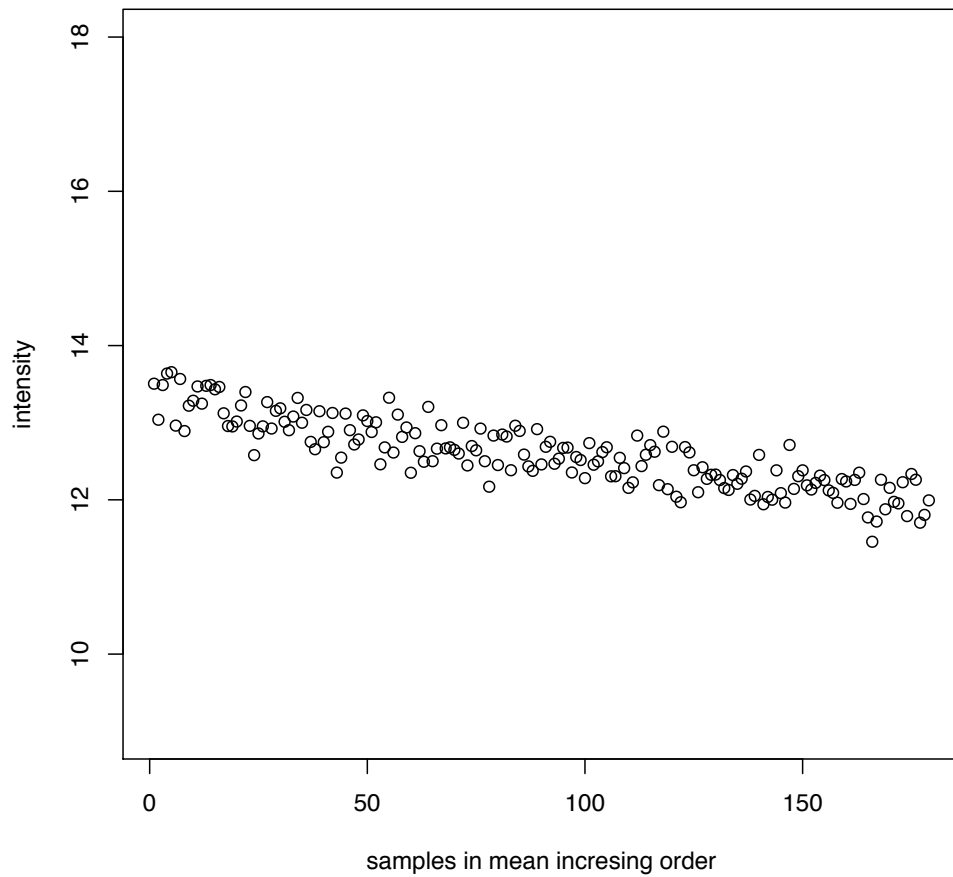

MAD_Dr_004_194845

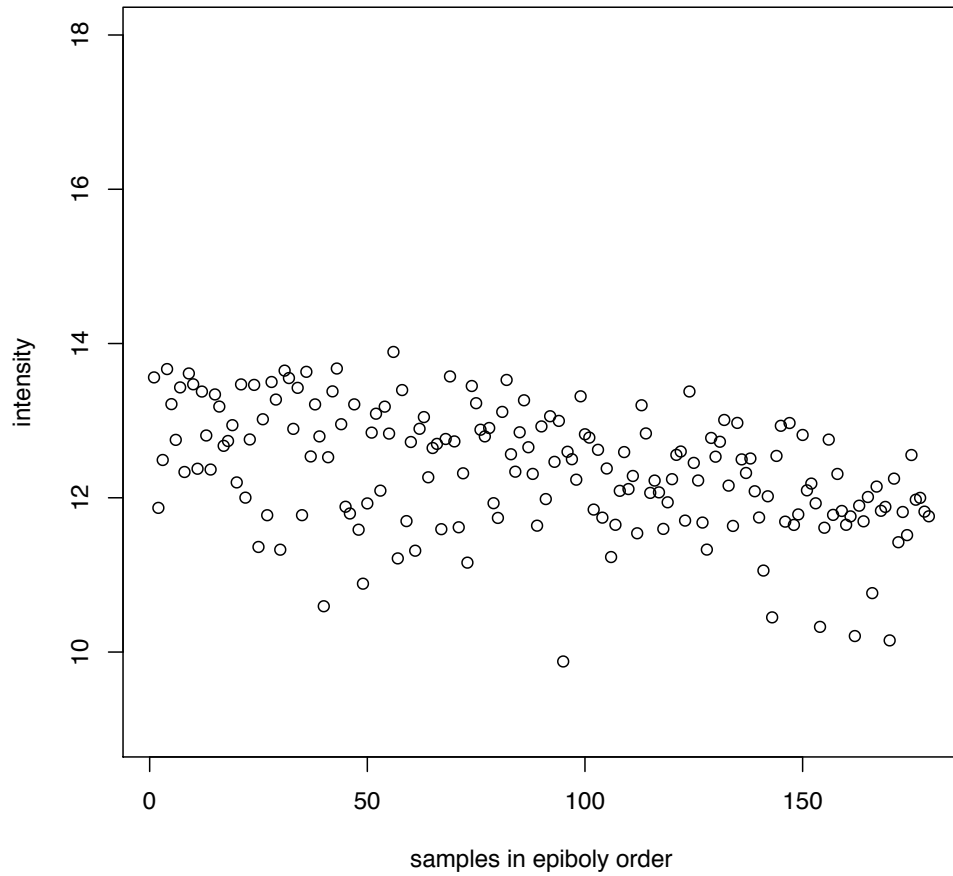

MAD_Dr_004_194845

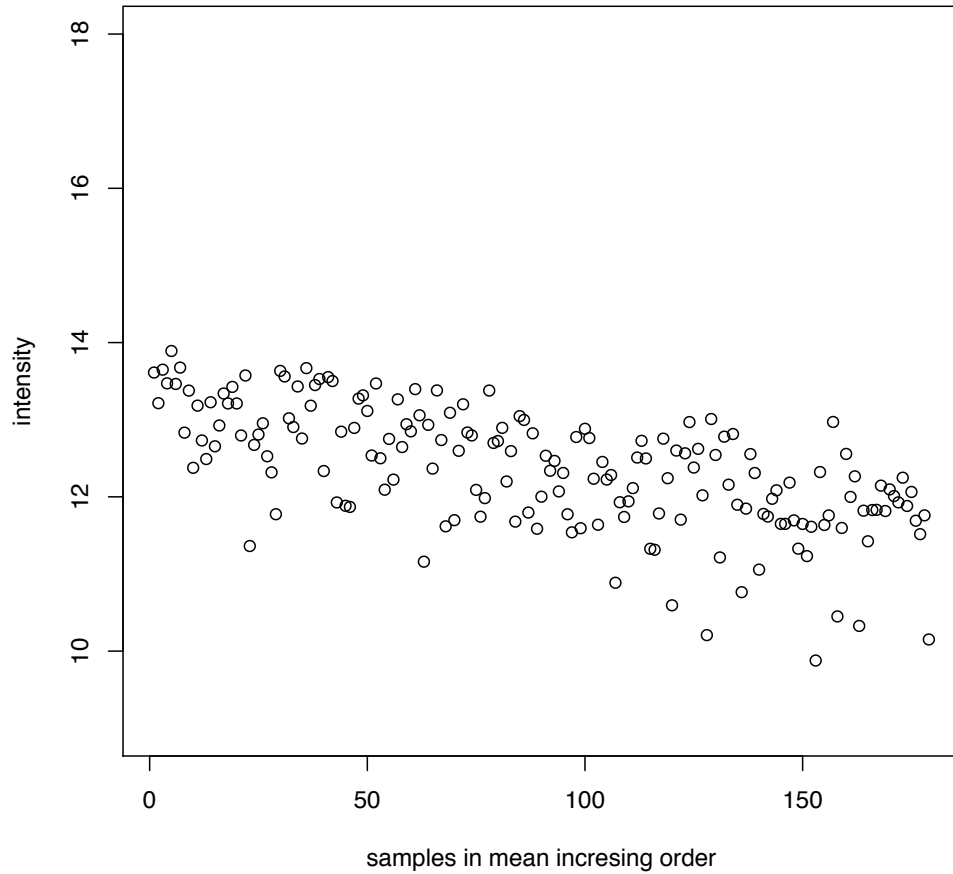

MAD_Dr_004_144554

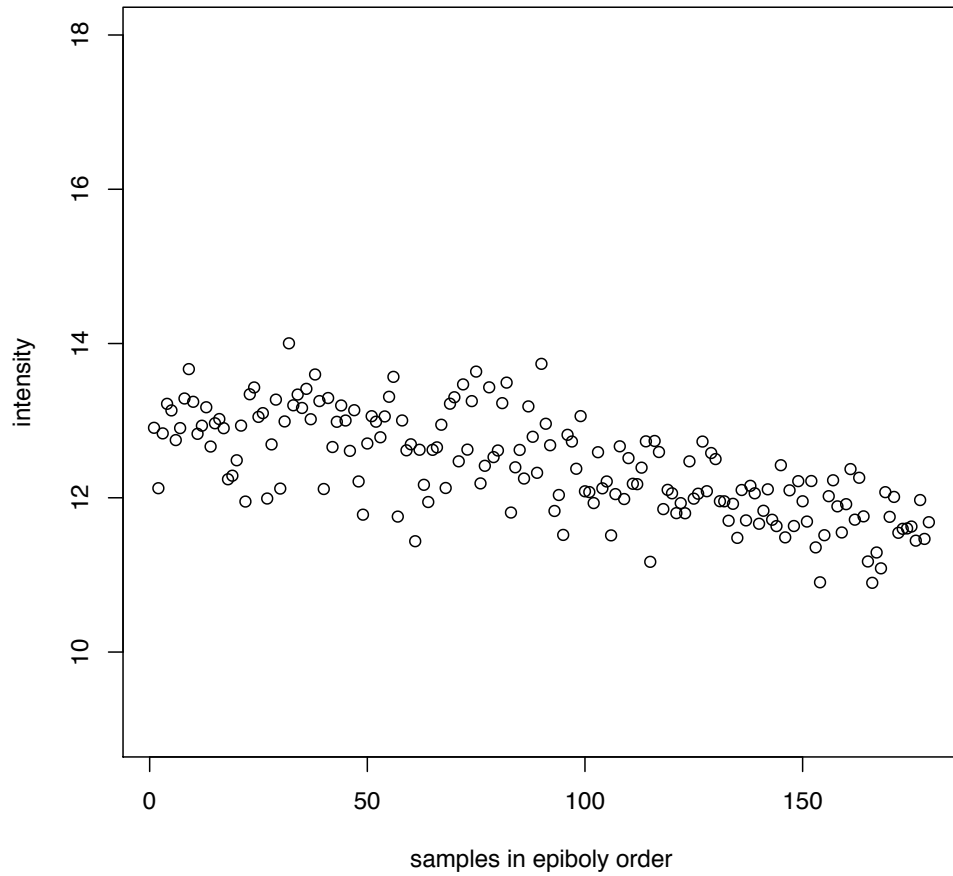

MAD_Dr_004_144554

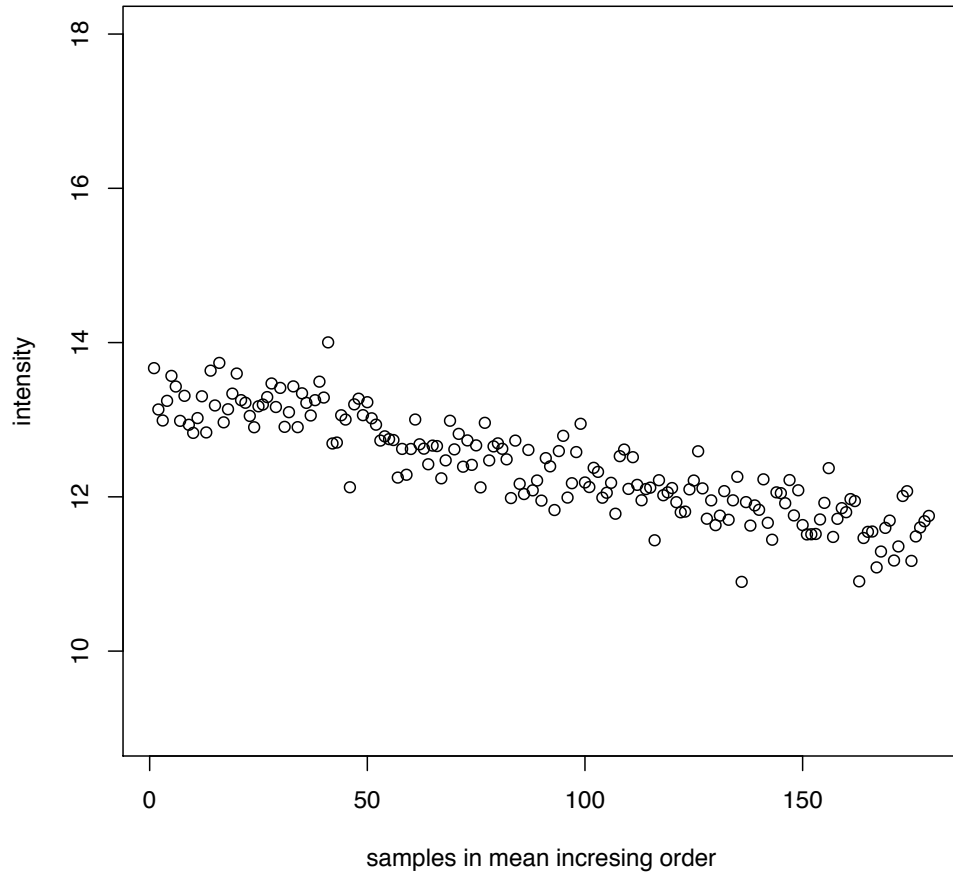

MAD_Dr_004_148168

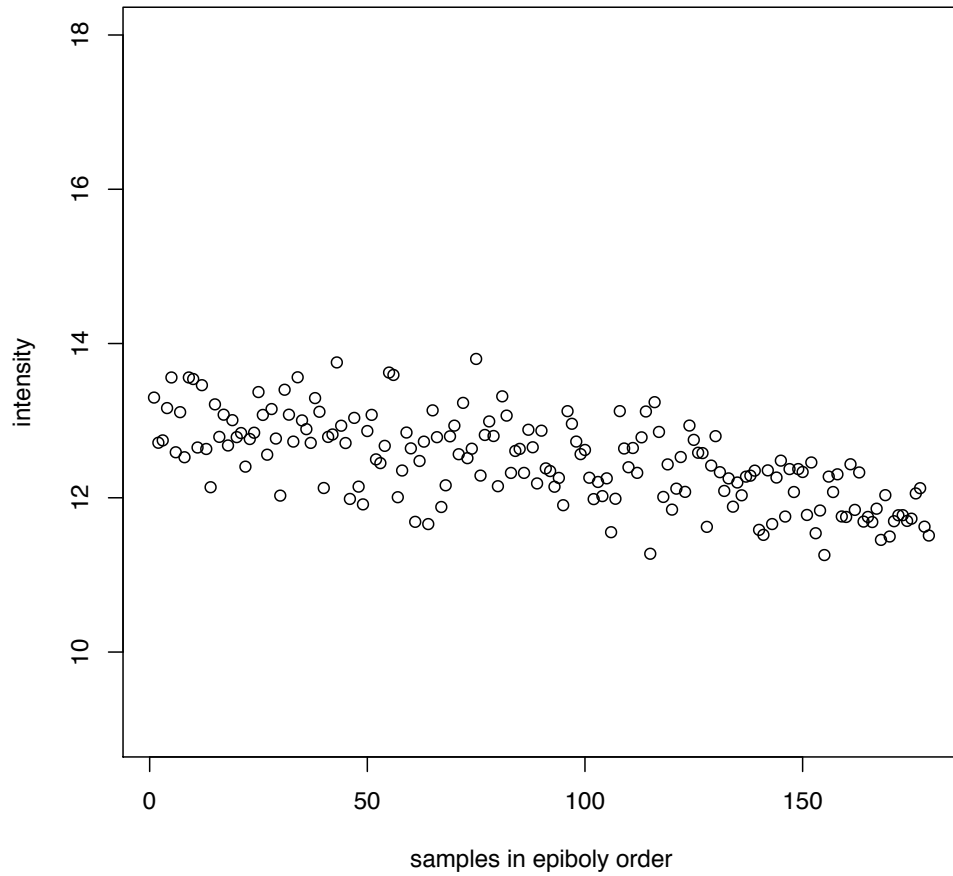

MAD_Dr_004_148168

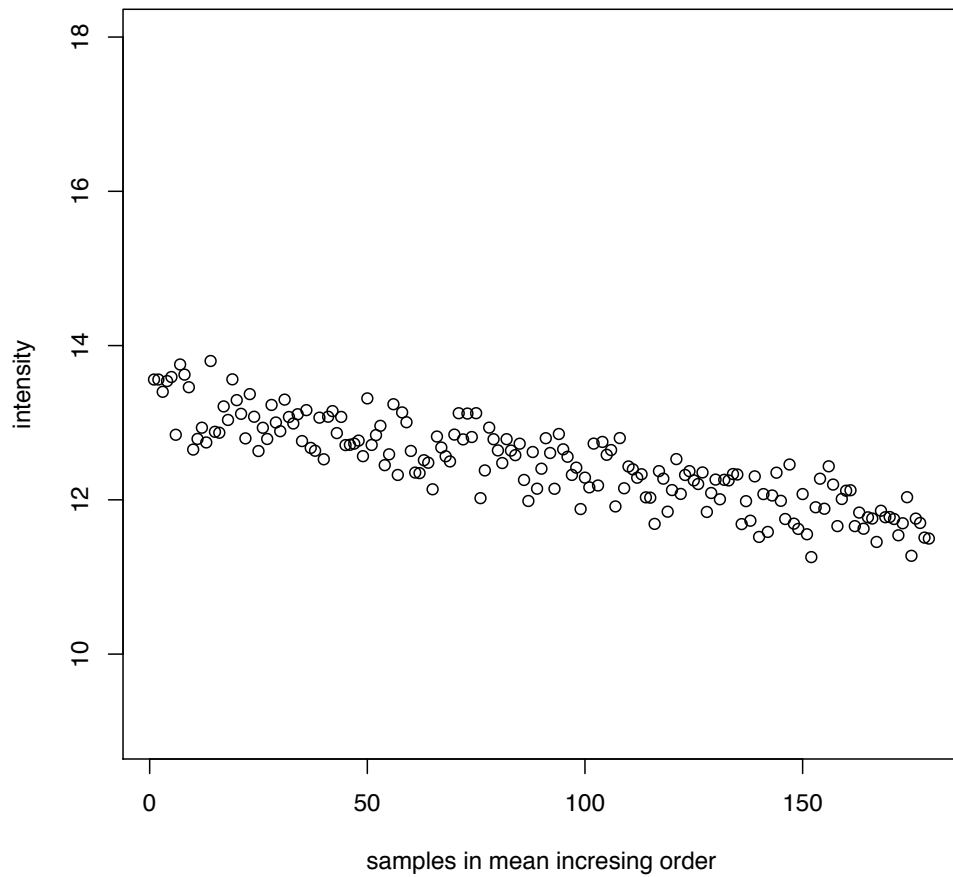

MAD_Dr_004_160255

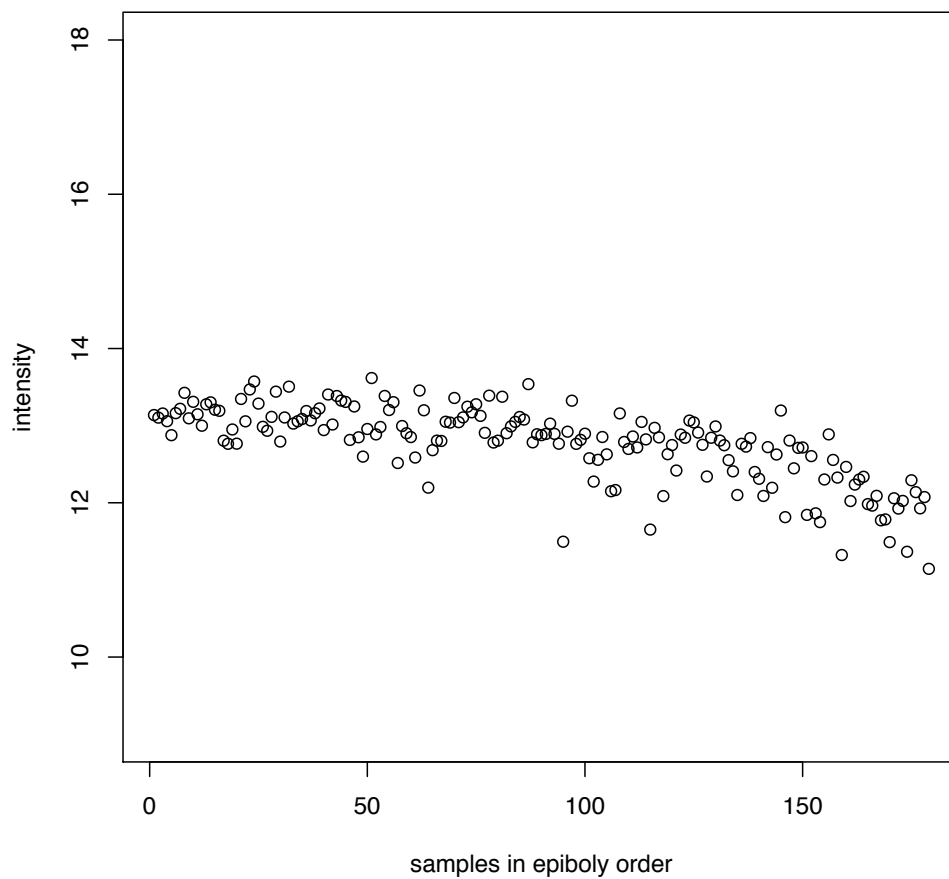

MAD_Dr_004_160255

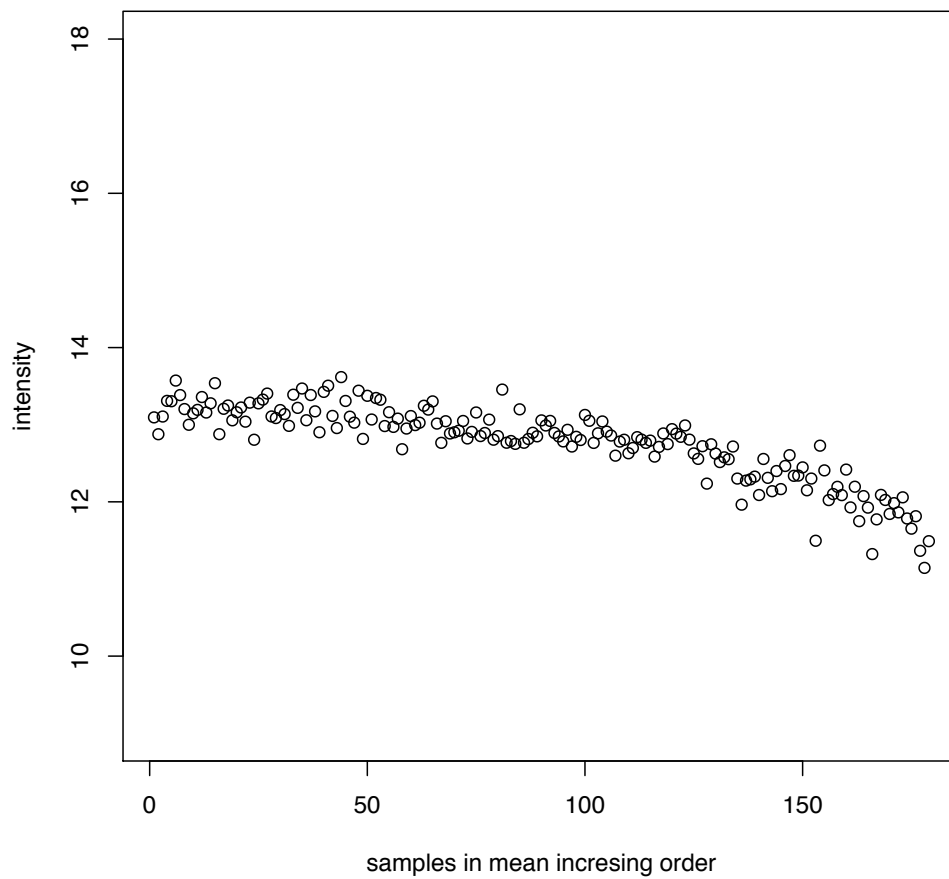

MAD_Dr_004_503180

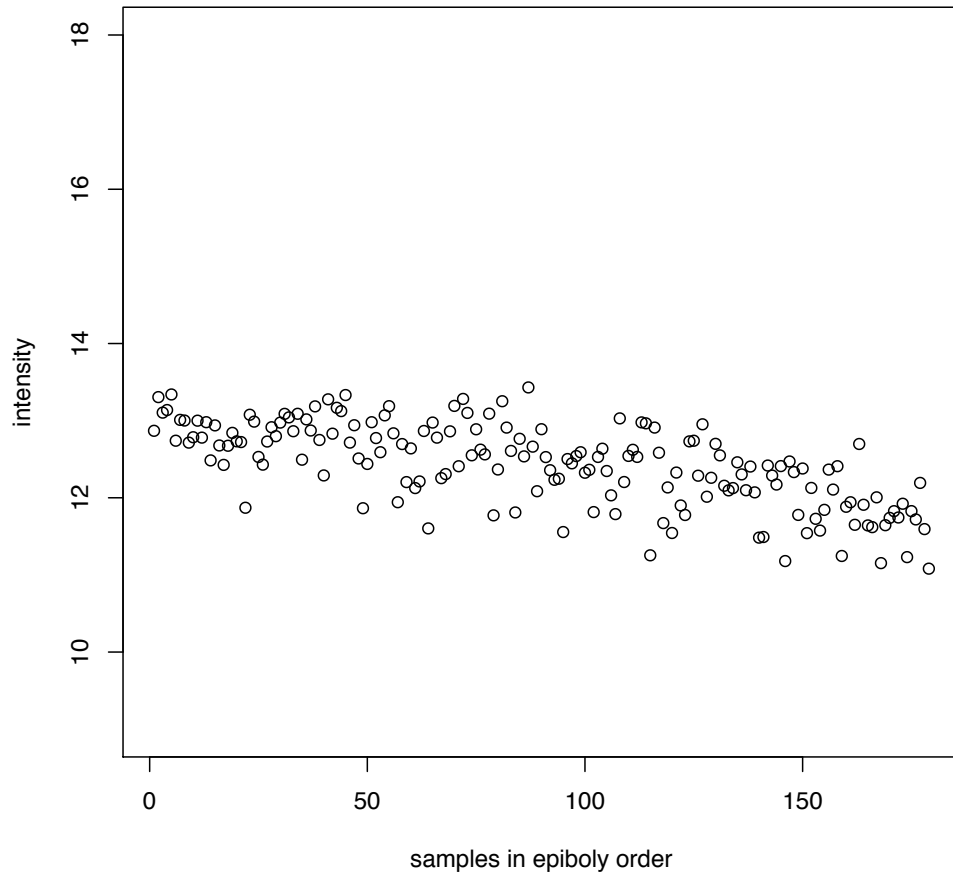

MAD_Dr_004_503180

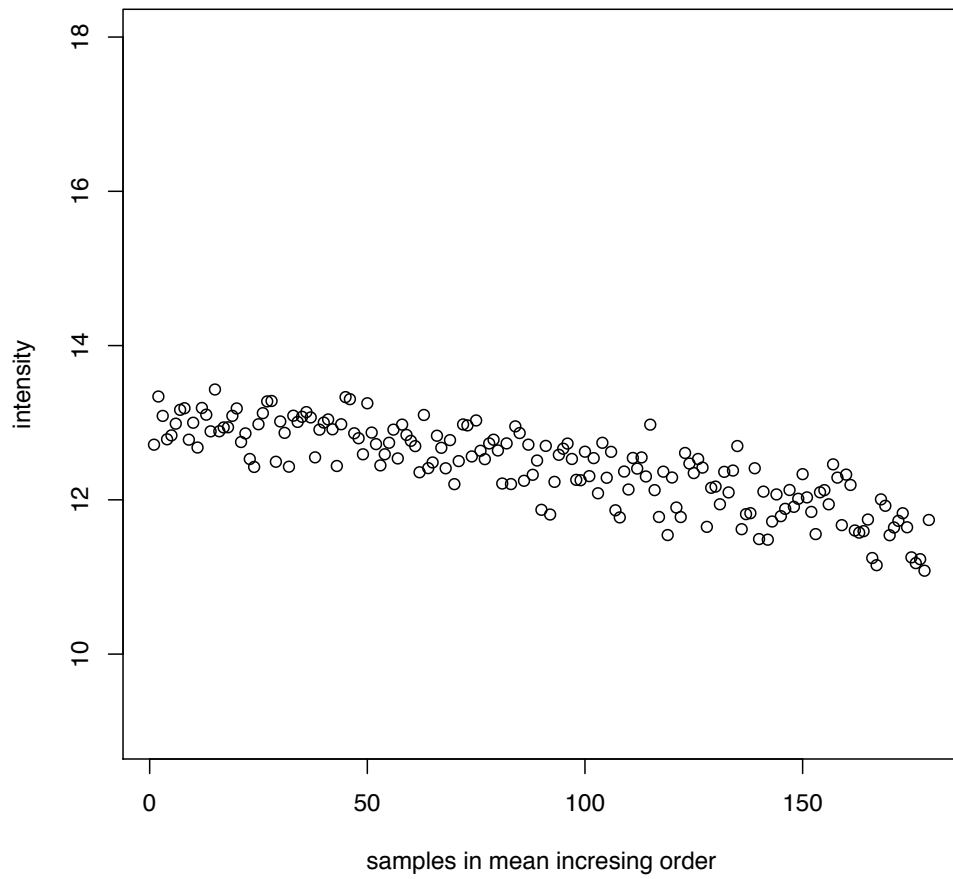

MAD_Dr_004_148450

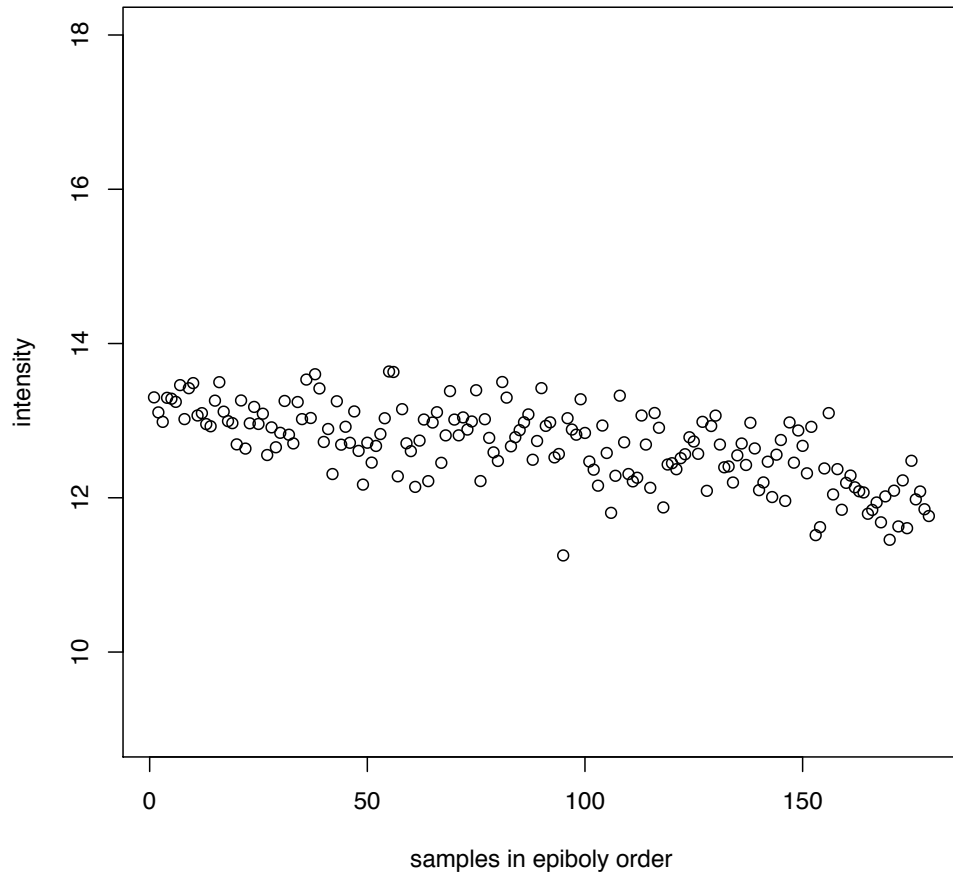

MAD_Dr_004_148450

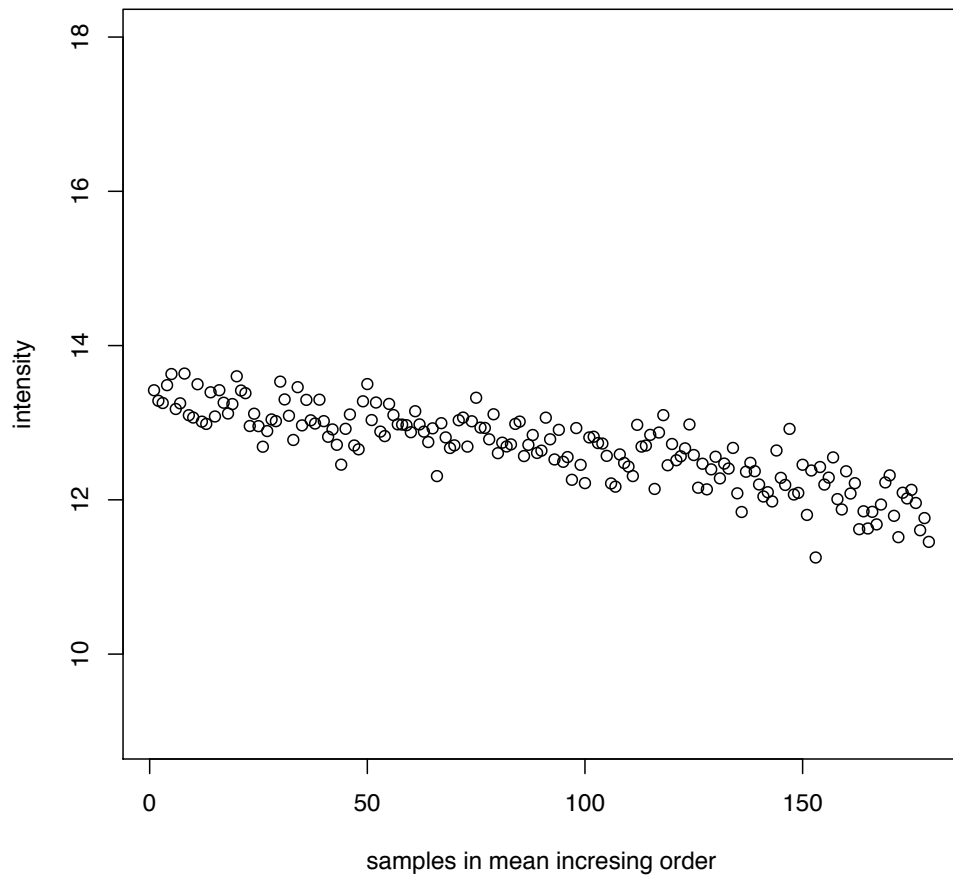

MAD_Dr_004_503137

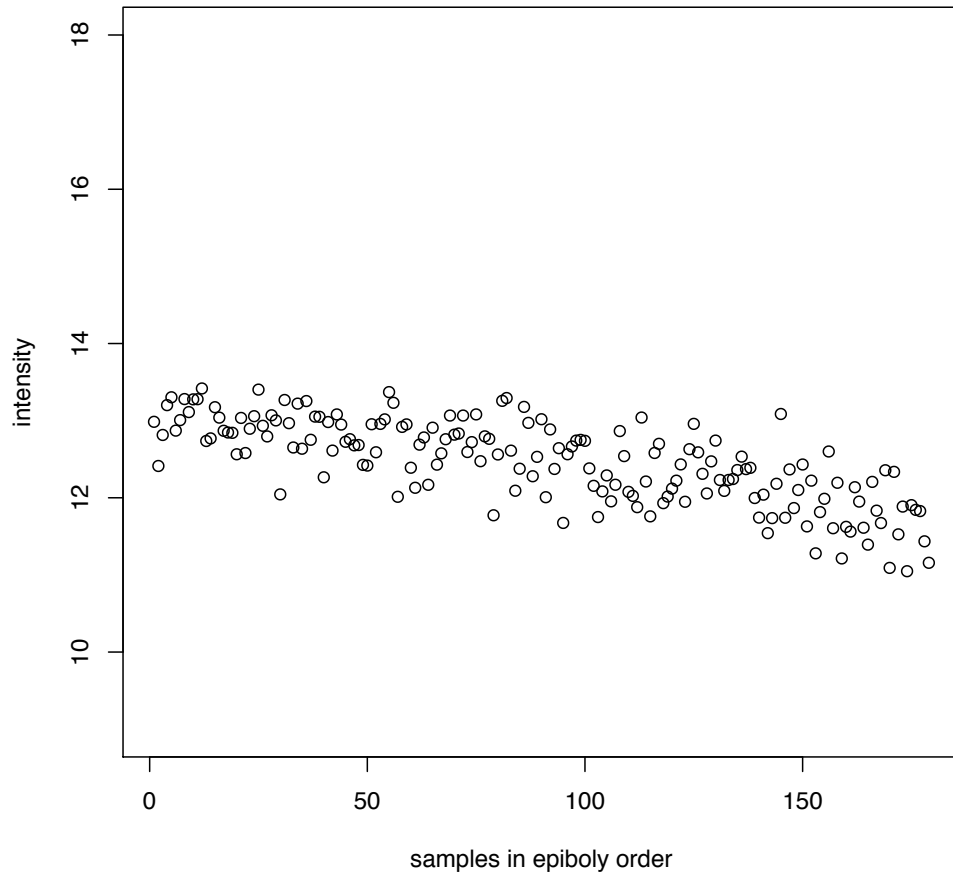

MAD_Dr_004_503137

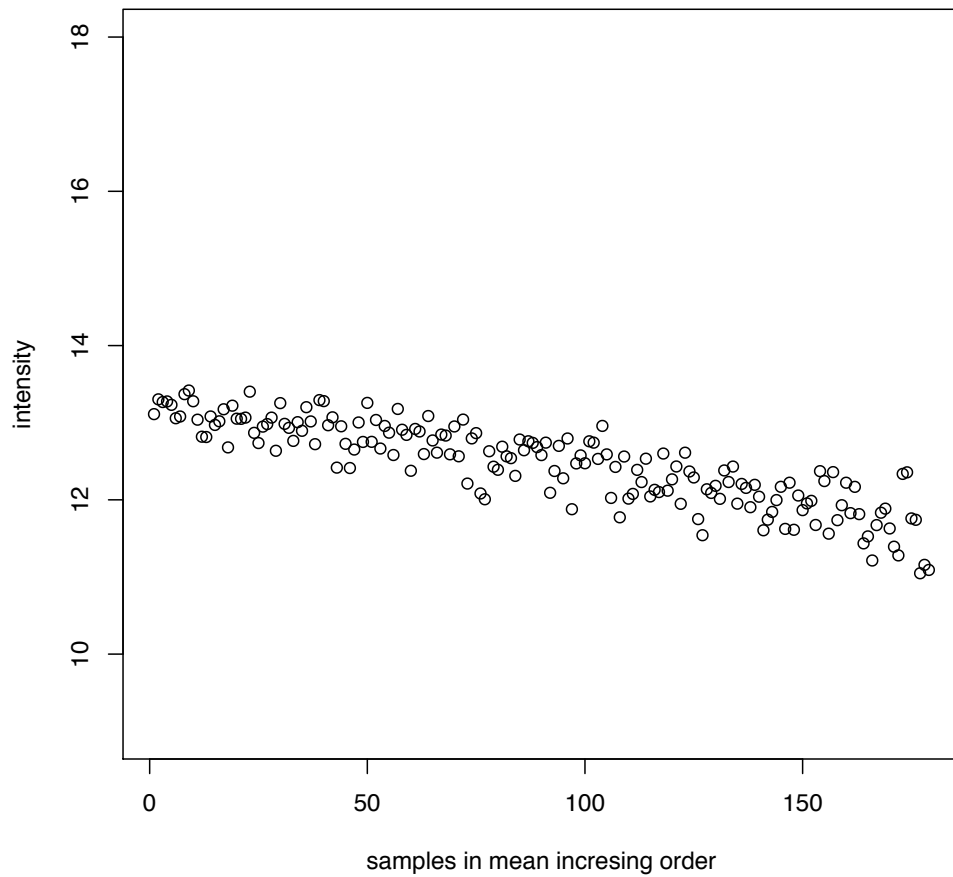

MAD_Dr_004_105043

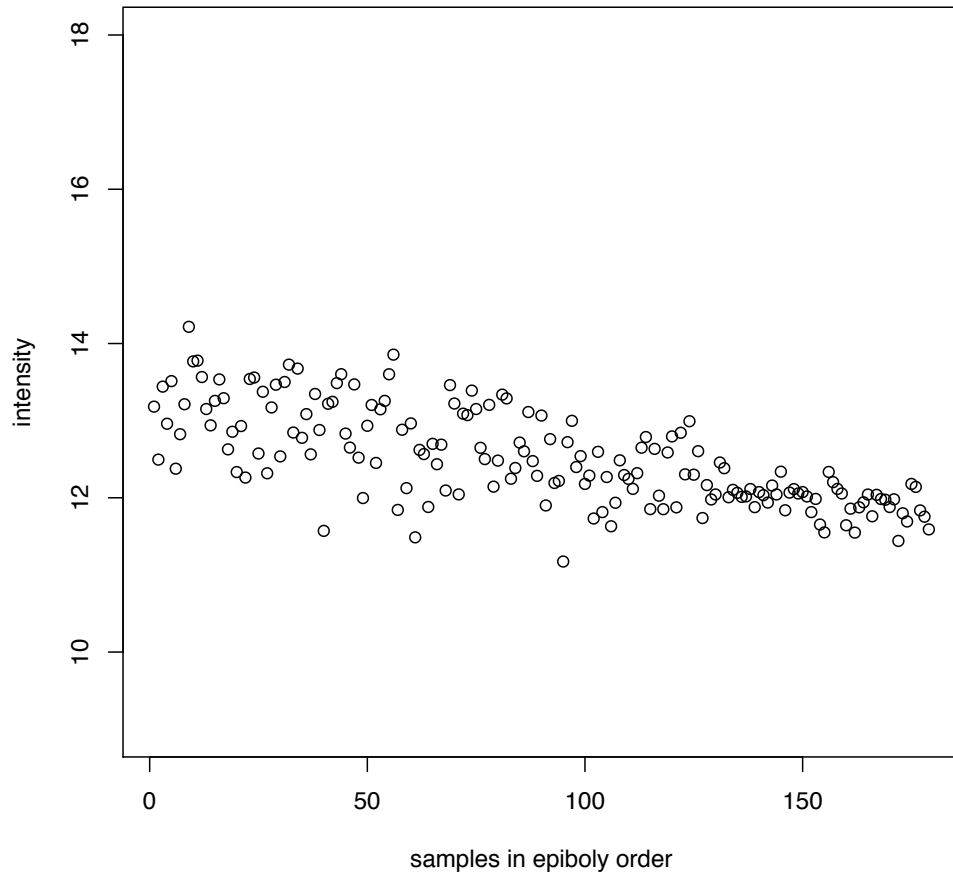

MAD_Dr_004_105043

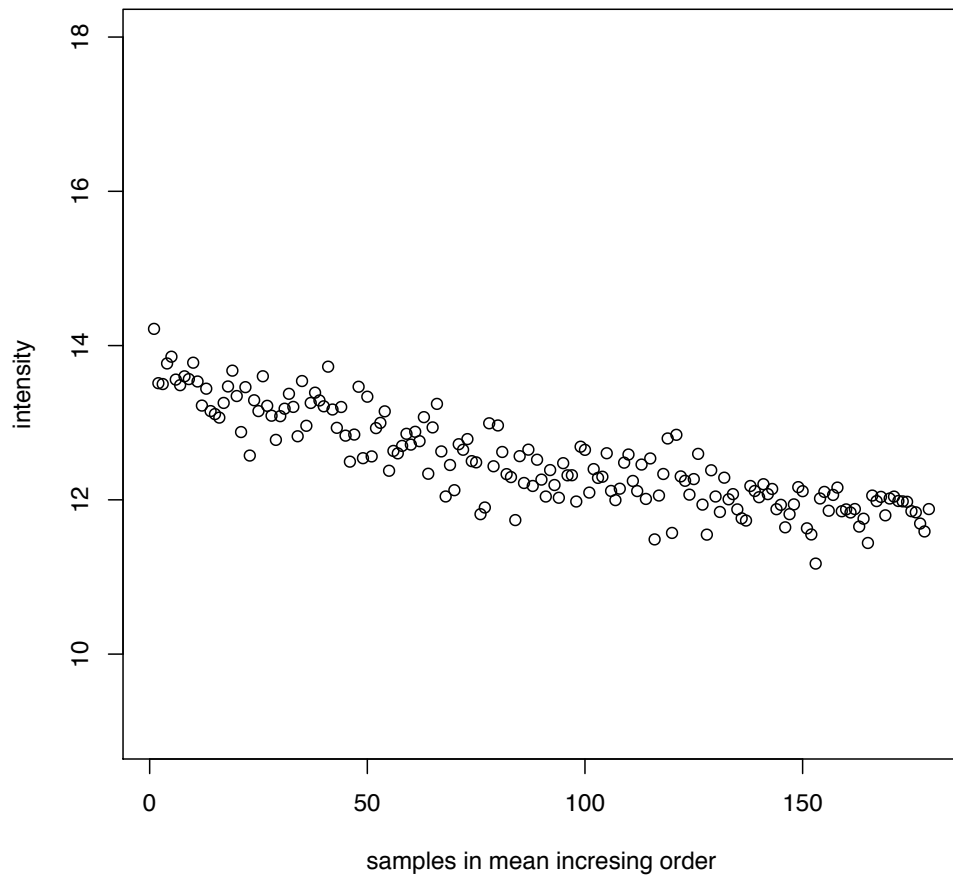

MAD_Dr_004_141285

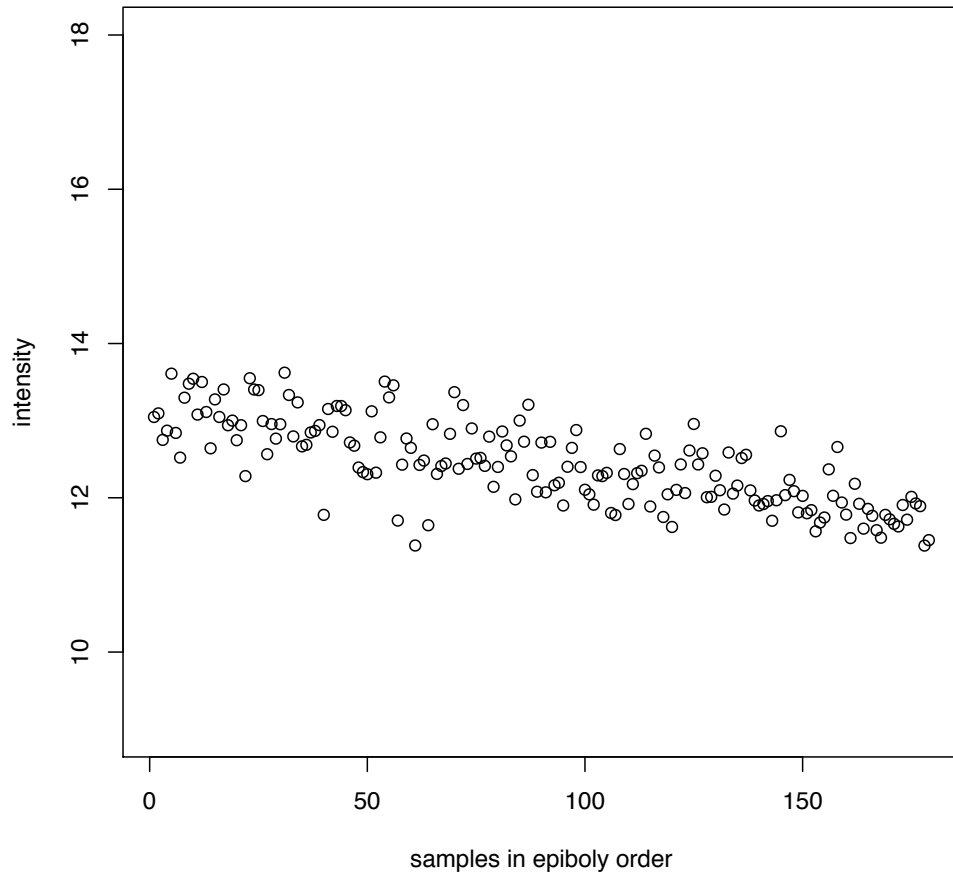

MAD_Dr_004_141285

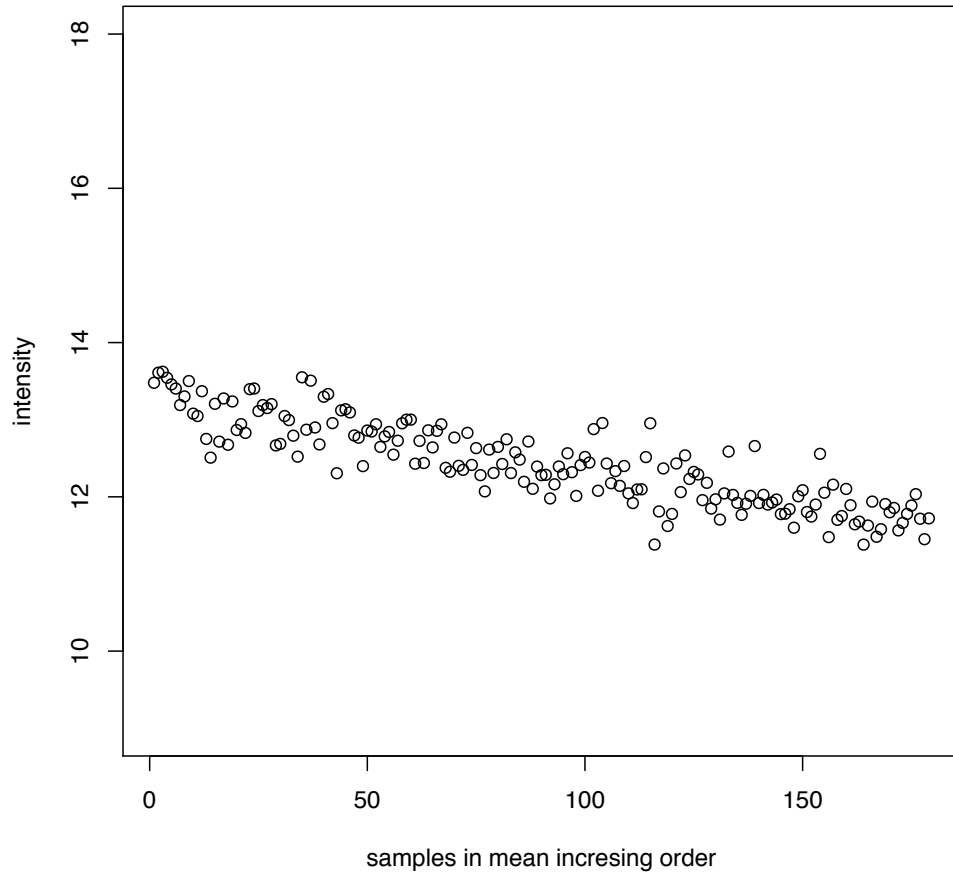

MAD_Dr_004_116683

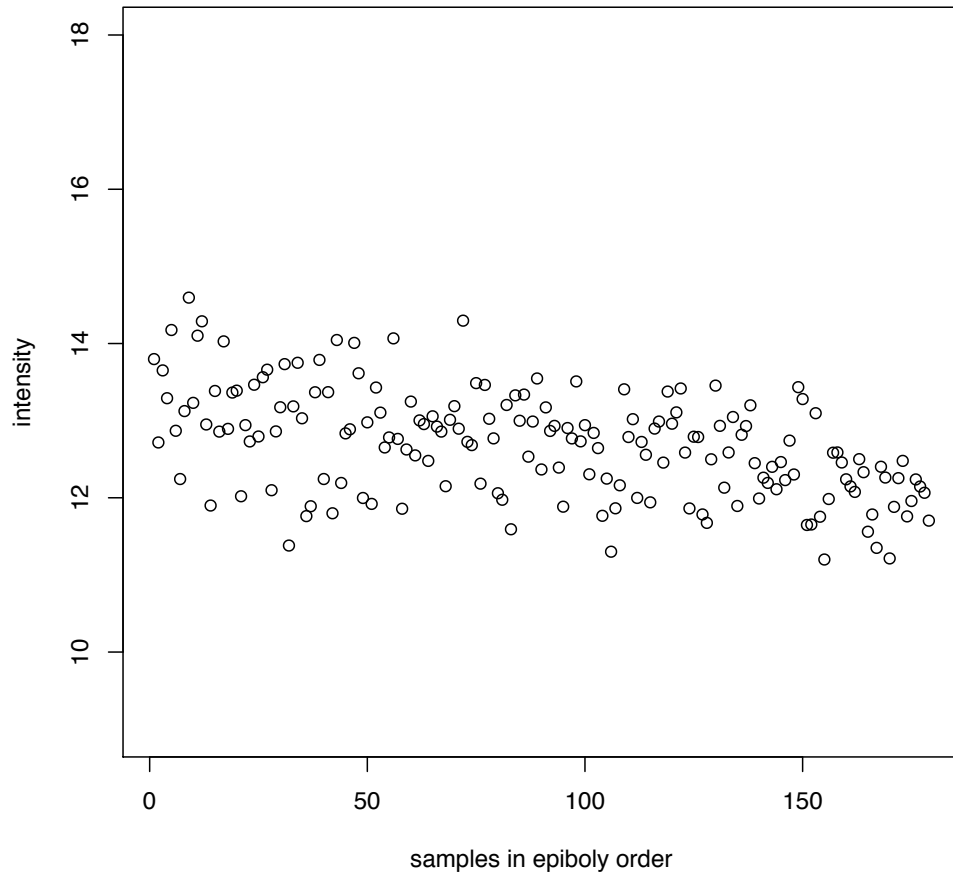

MAD_Dr_004_116683

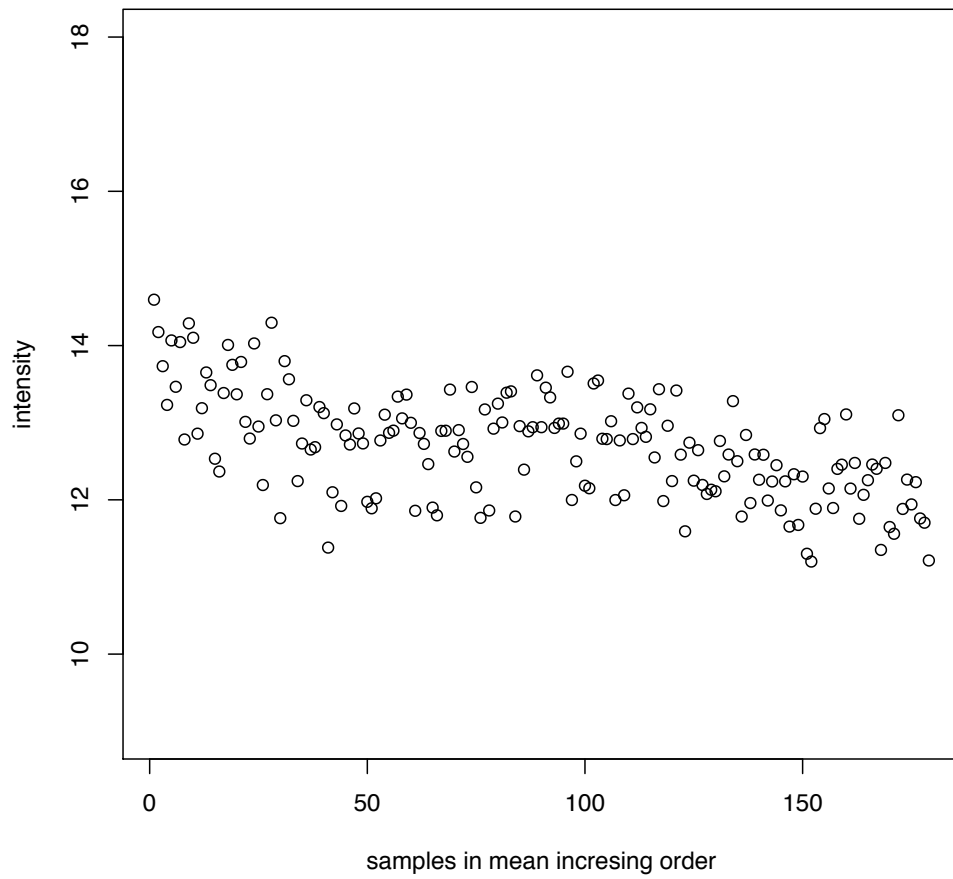

MAD_Dr_004_189364

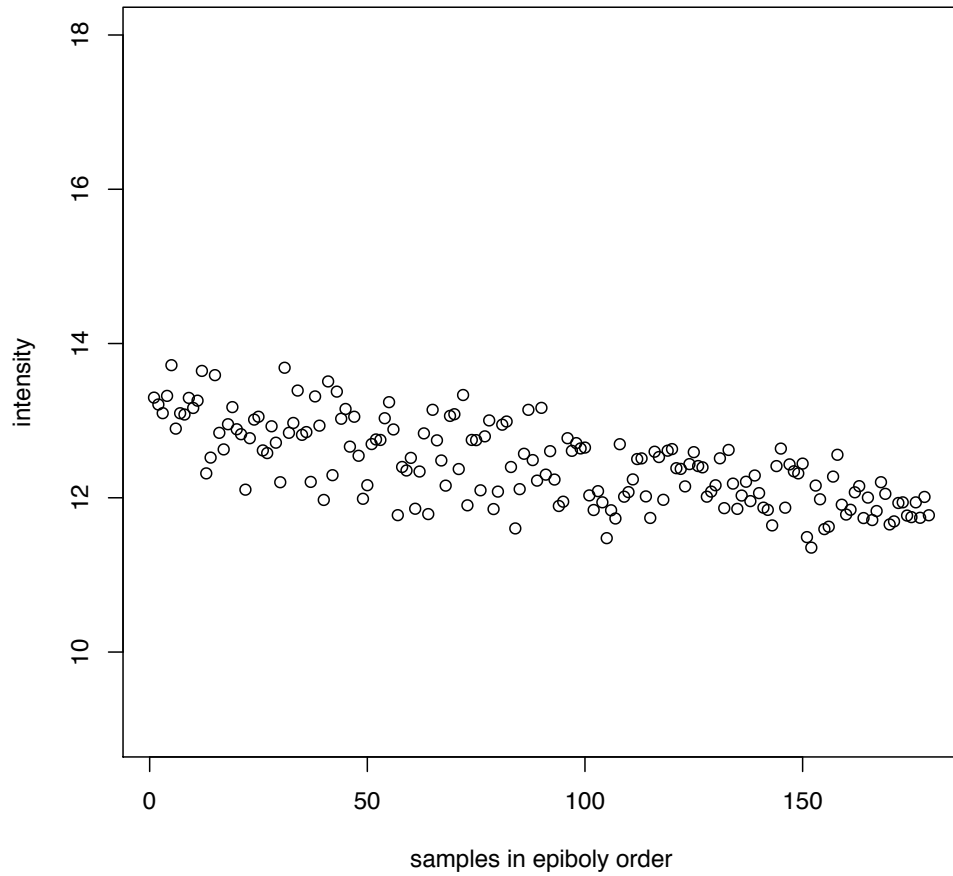

MAD_Dr_004_189364

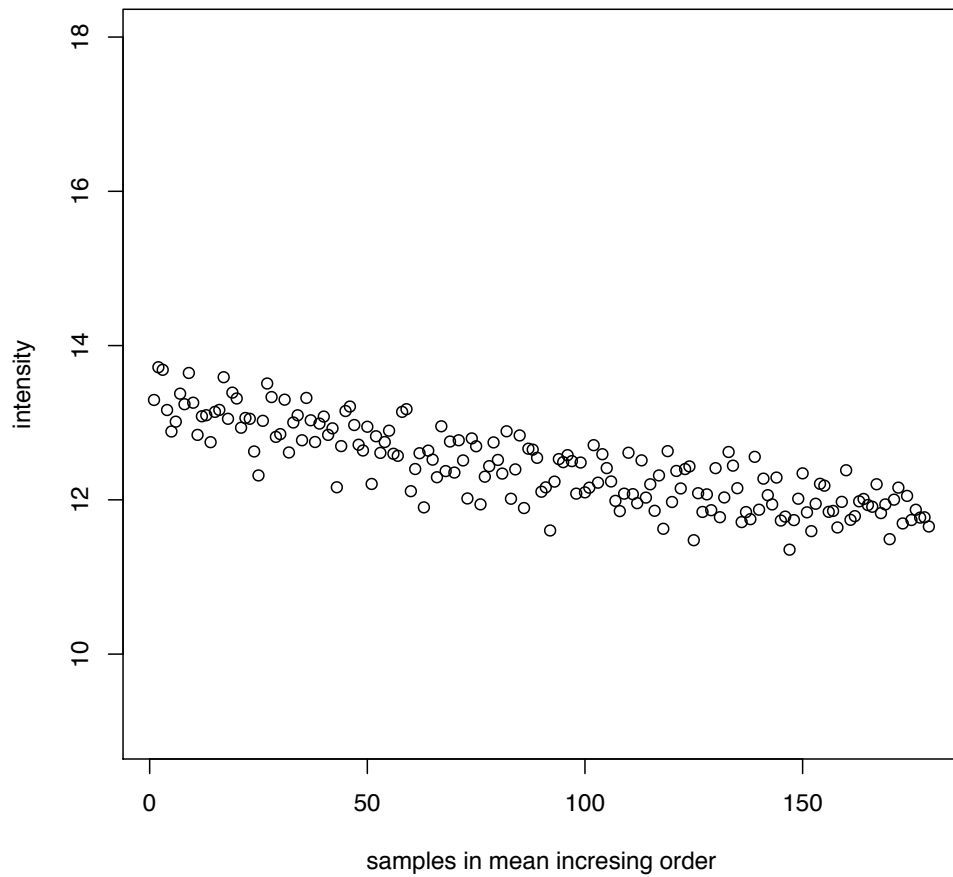

MAD_Dr_004_151158

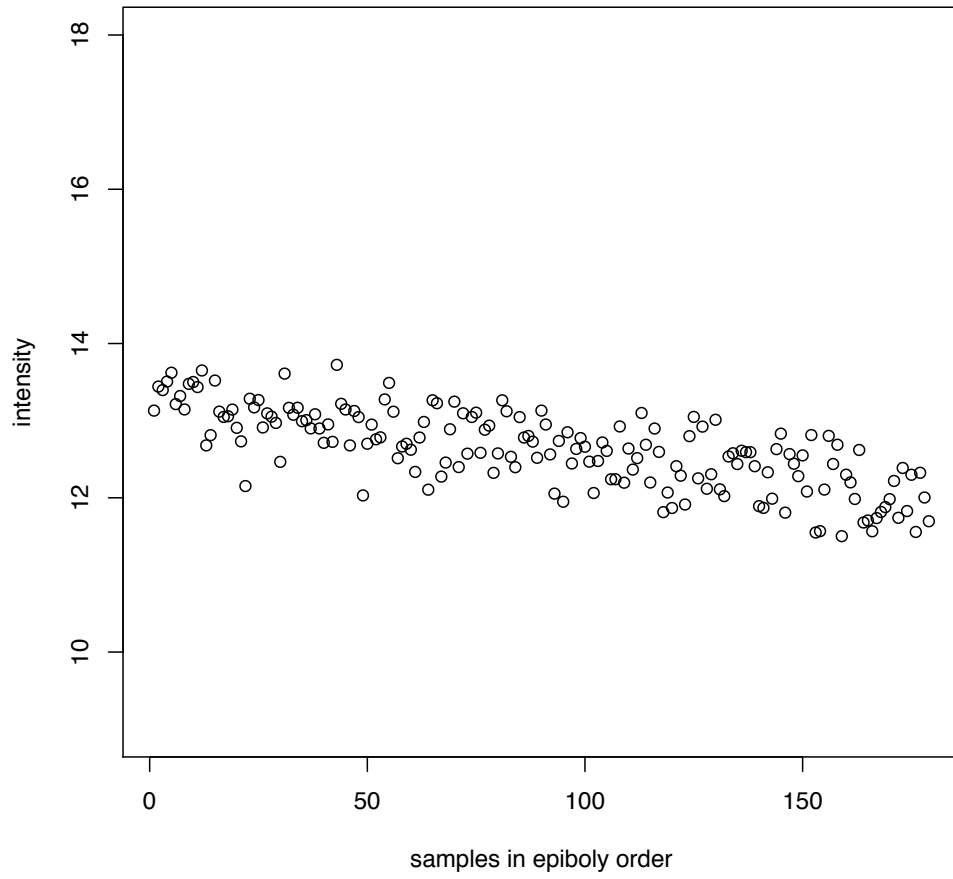

MAD_Dr_004_151158

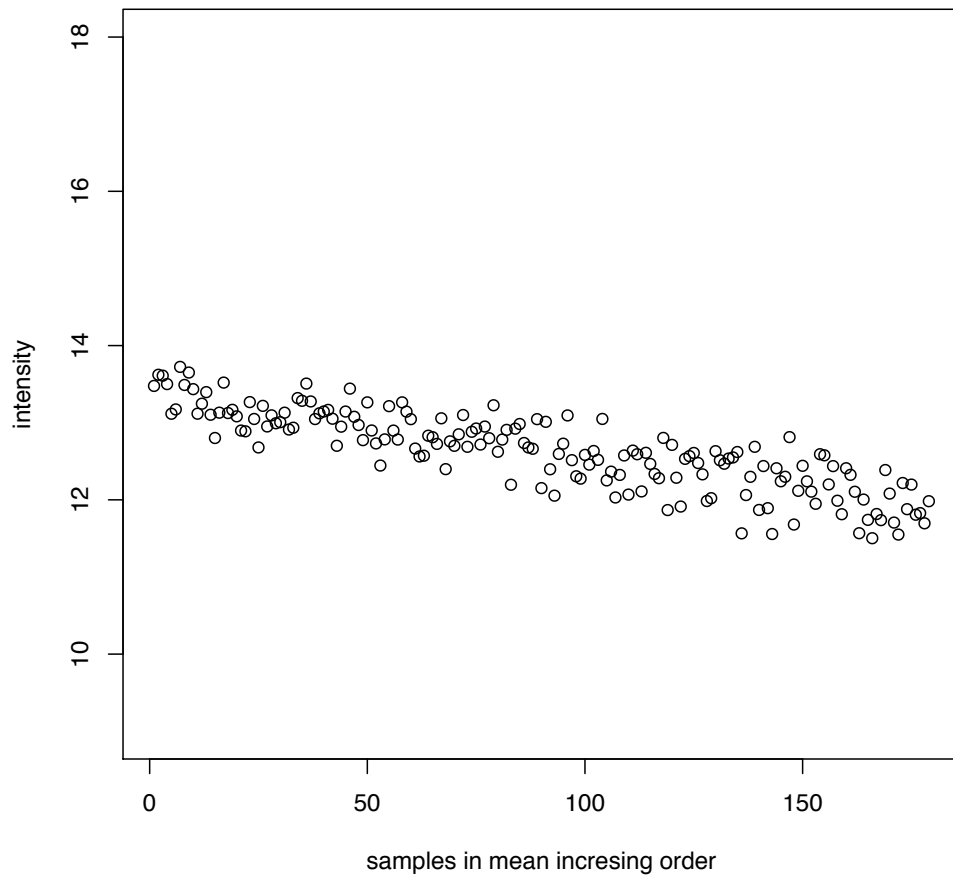

MAD_Dr_004_160309

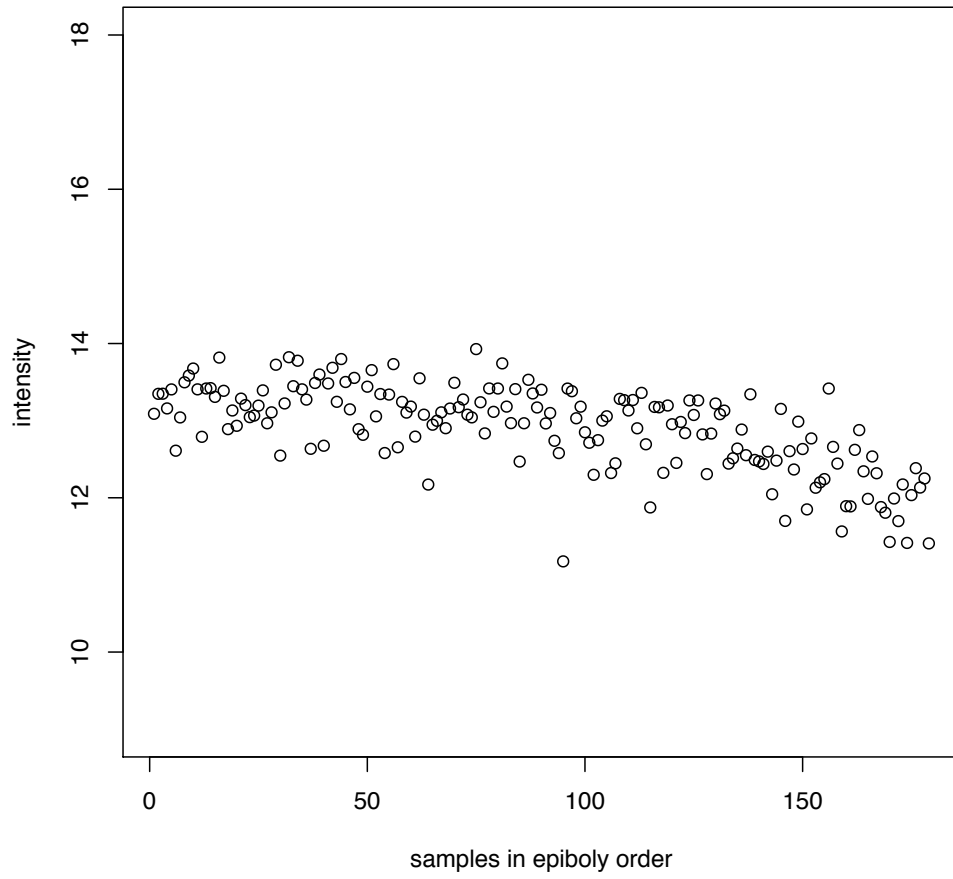

MAD_Dr_004_160309

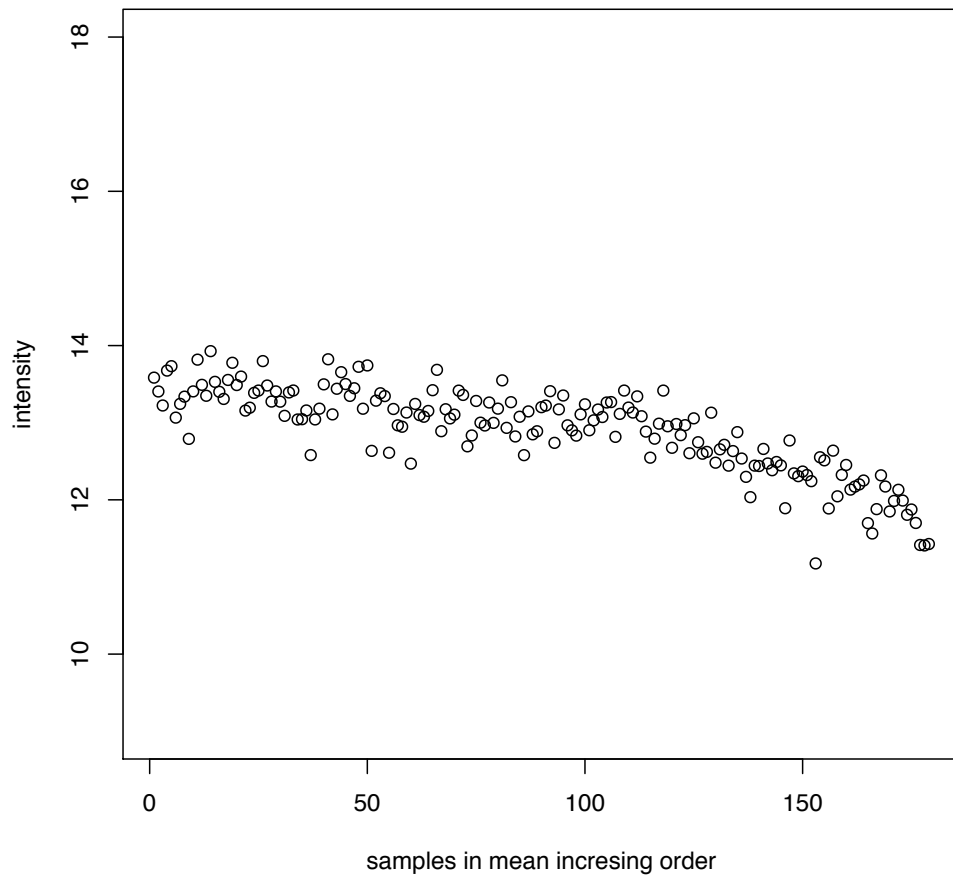

MAD_Dr_004_187228

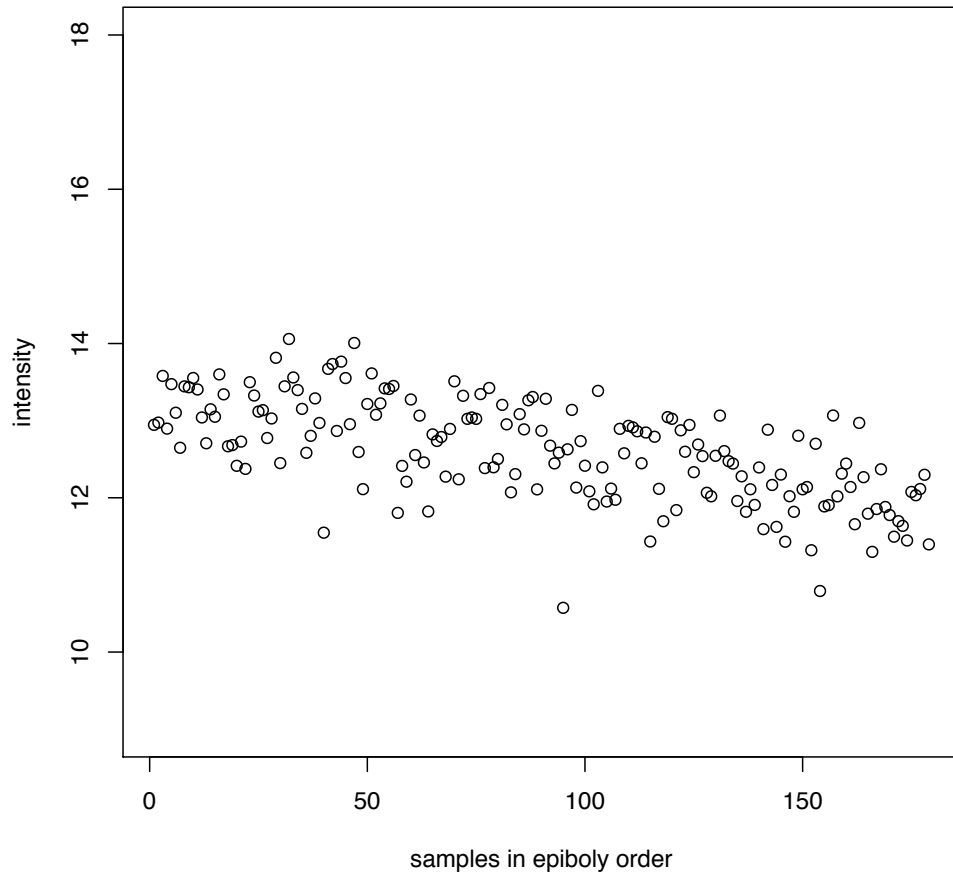

MAD_Dr_004_187228

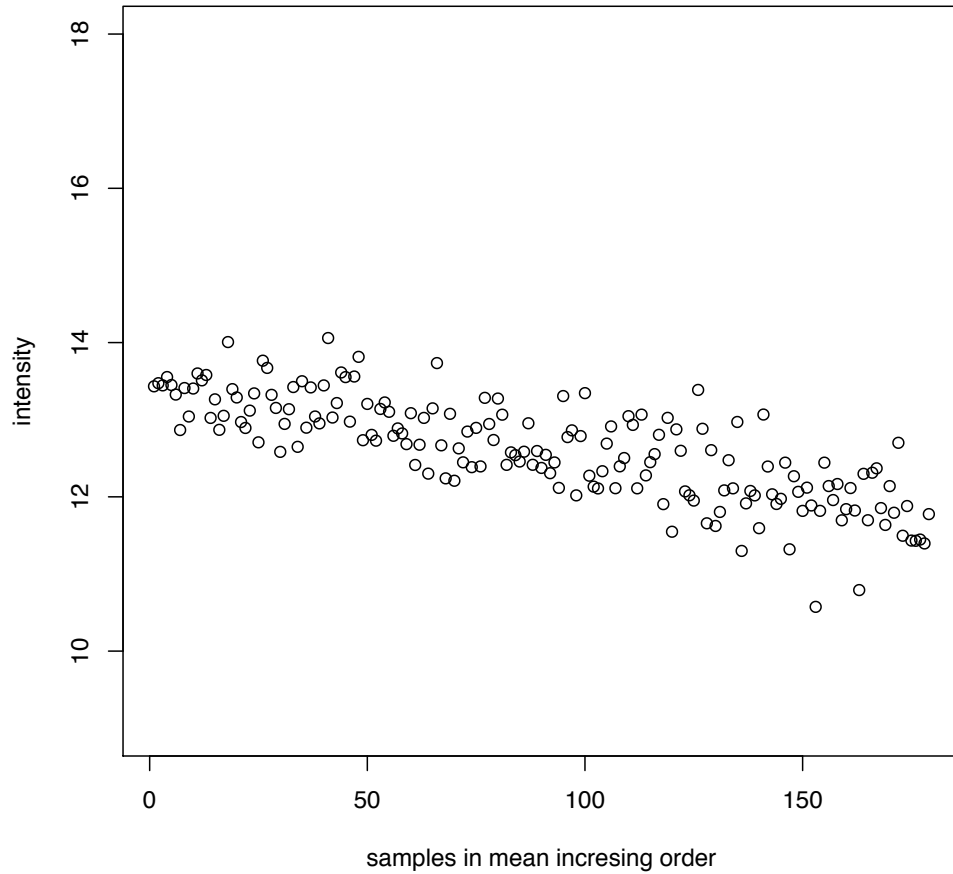

MAD_Dr_004_132857

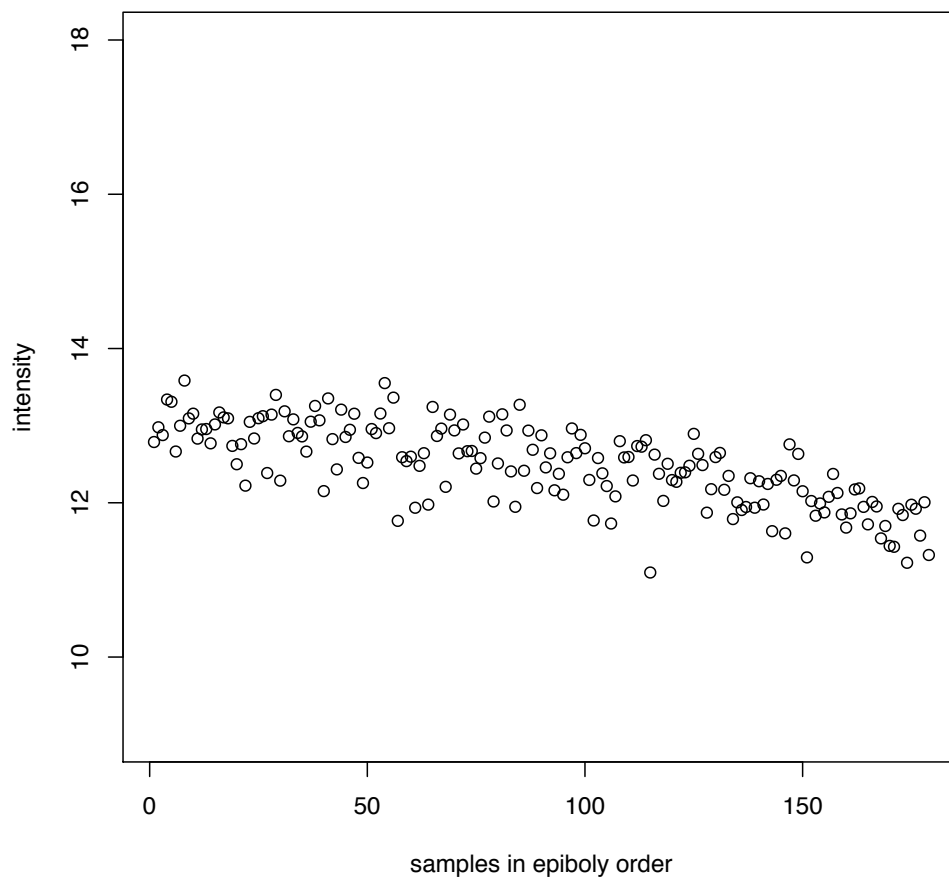

MAD_Dr_004_132857

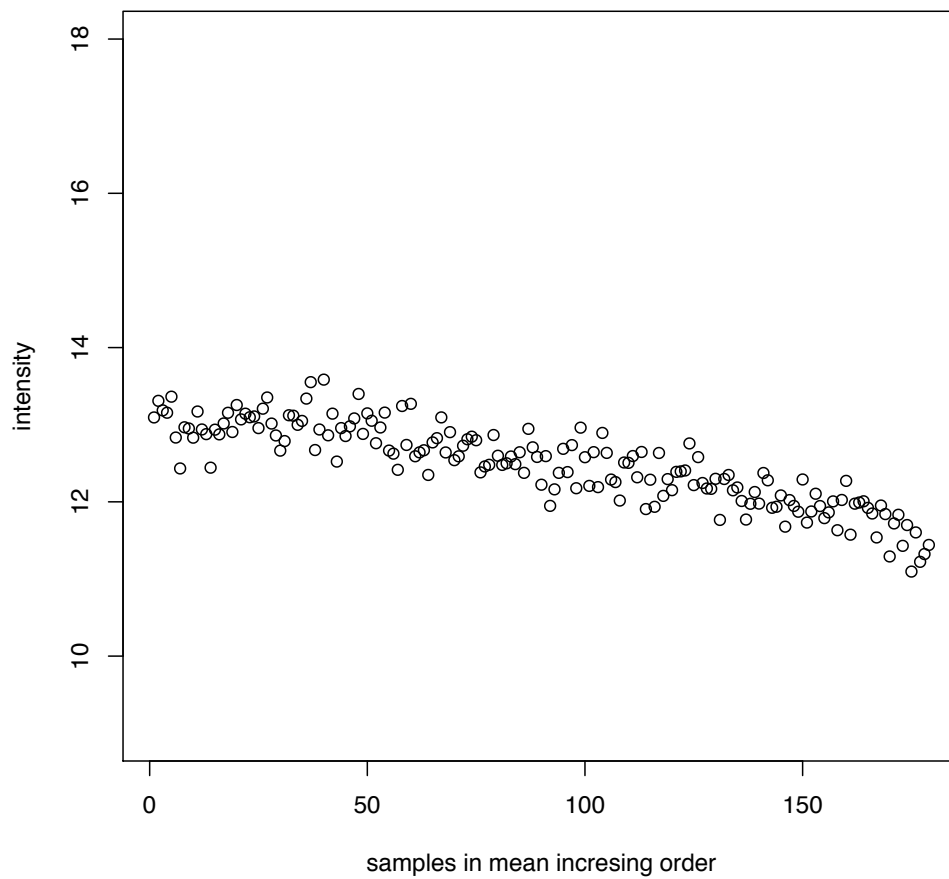

MAD_Dr_004_179934

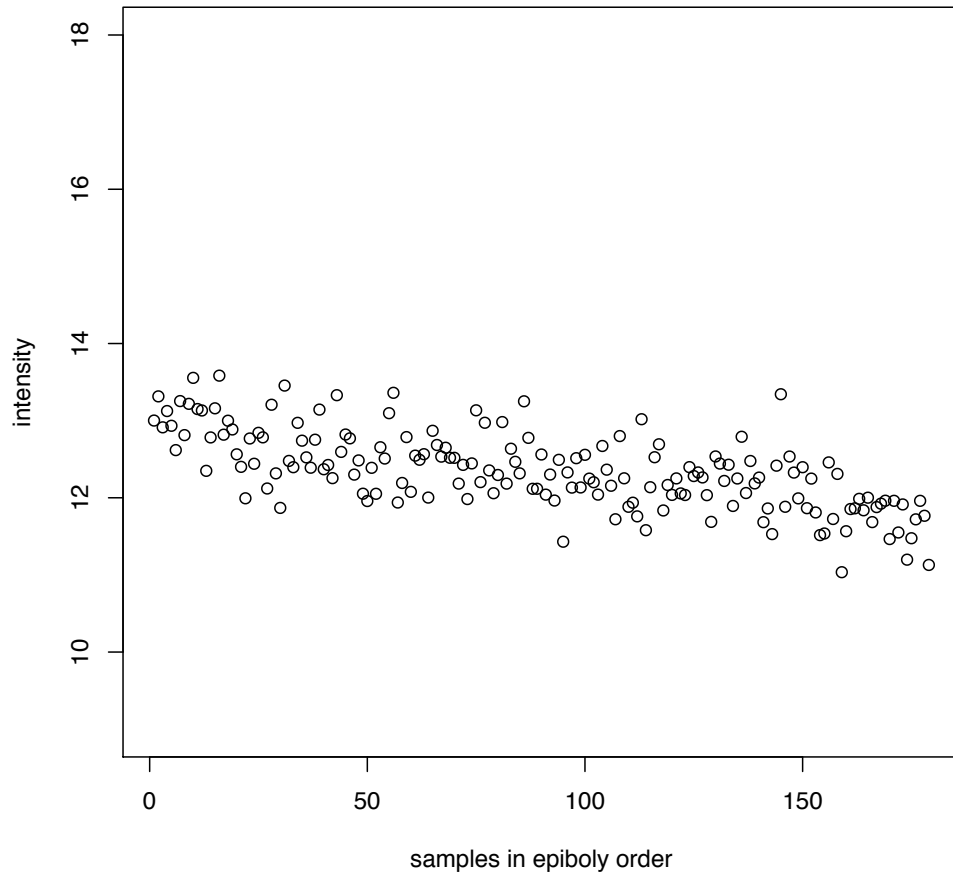

MAD_Dr_004_179934

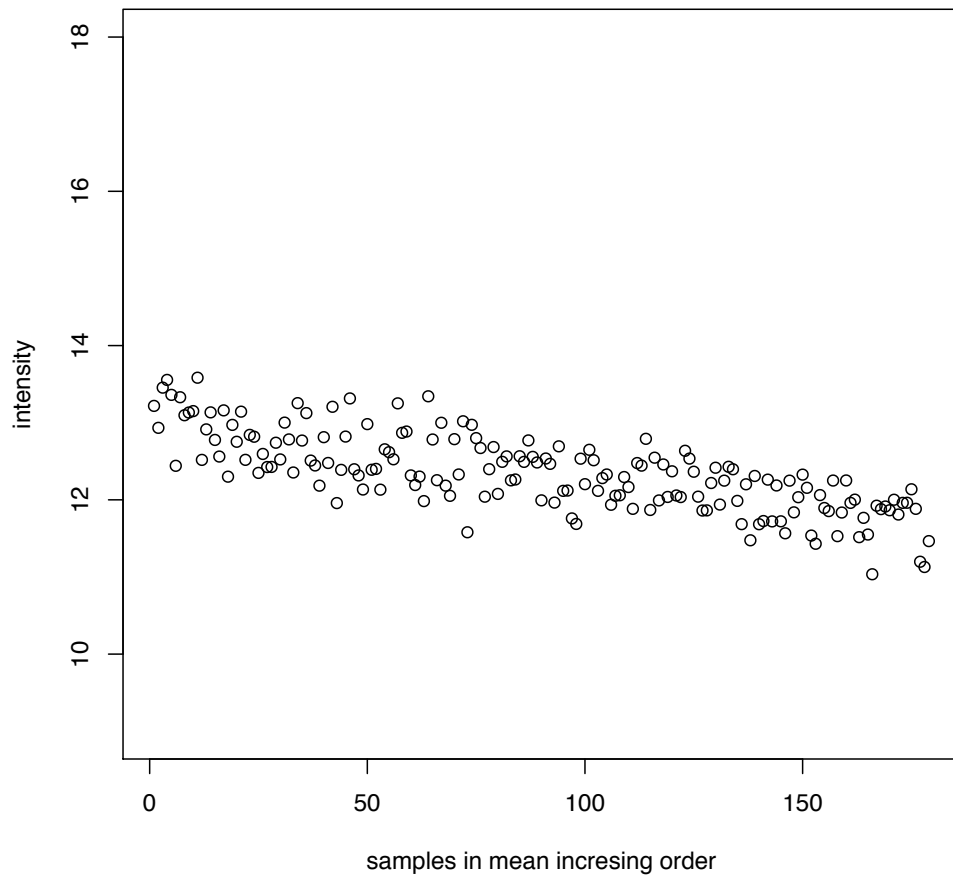

MAD_Dr_004_169258

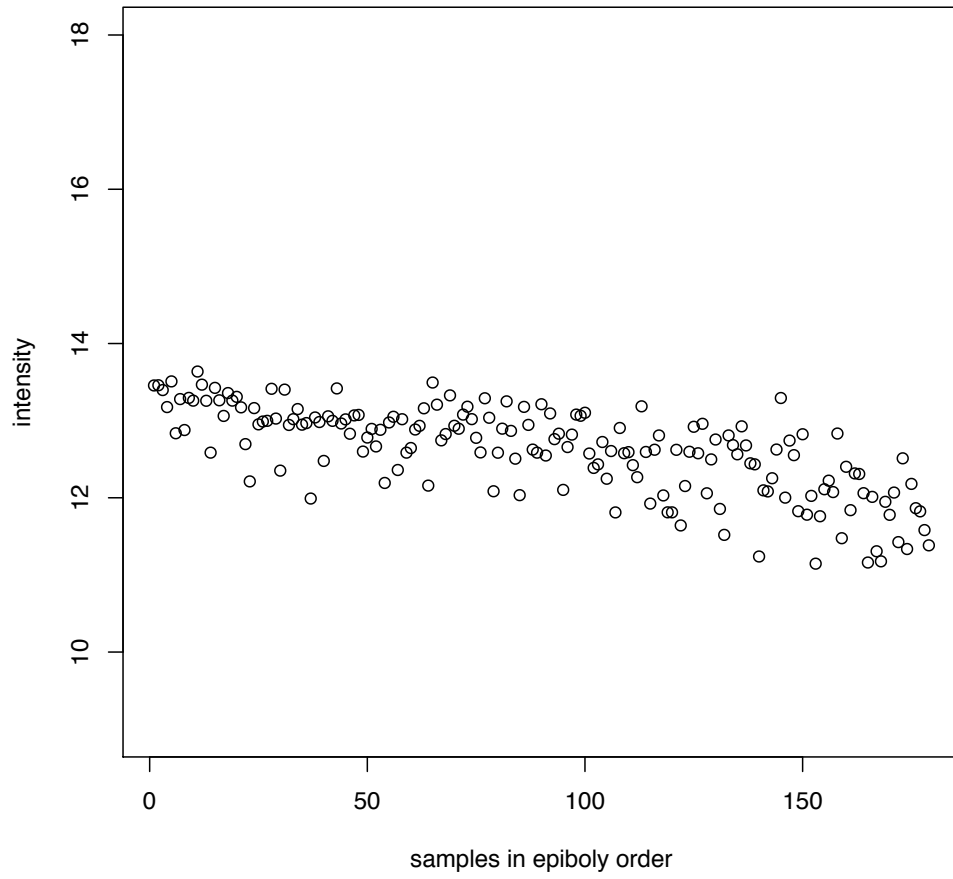

MAD_Dr_004_169258

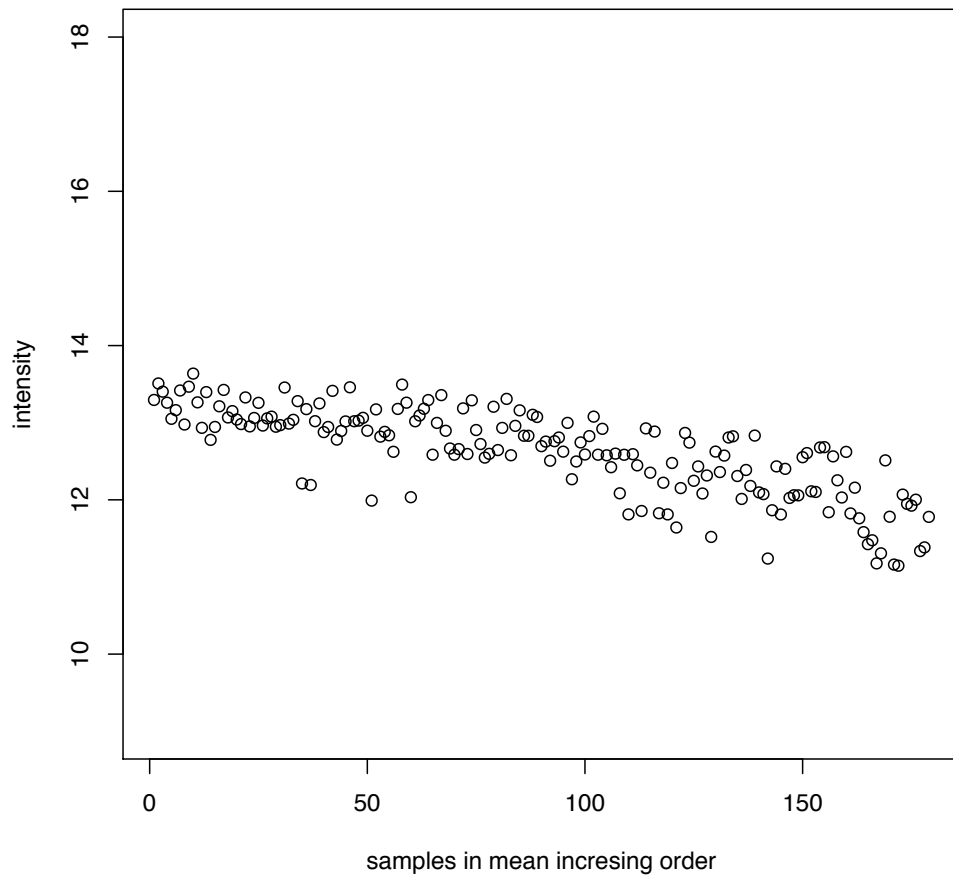

MAD_Dr_004_108182

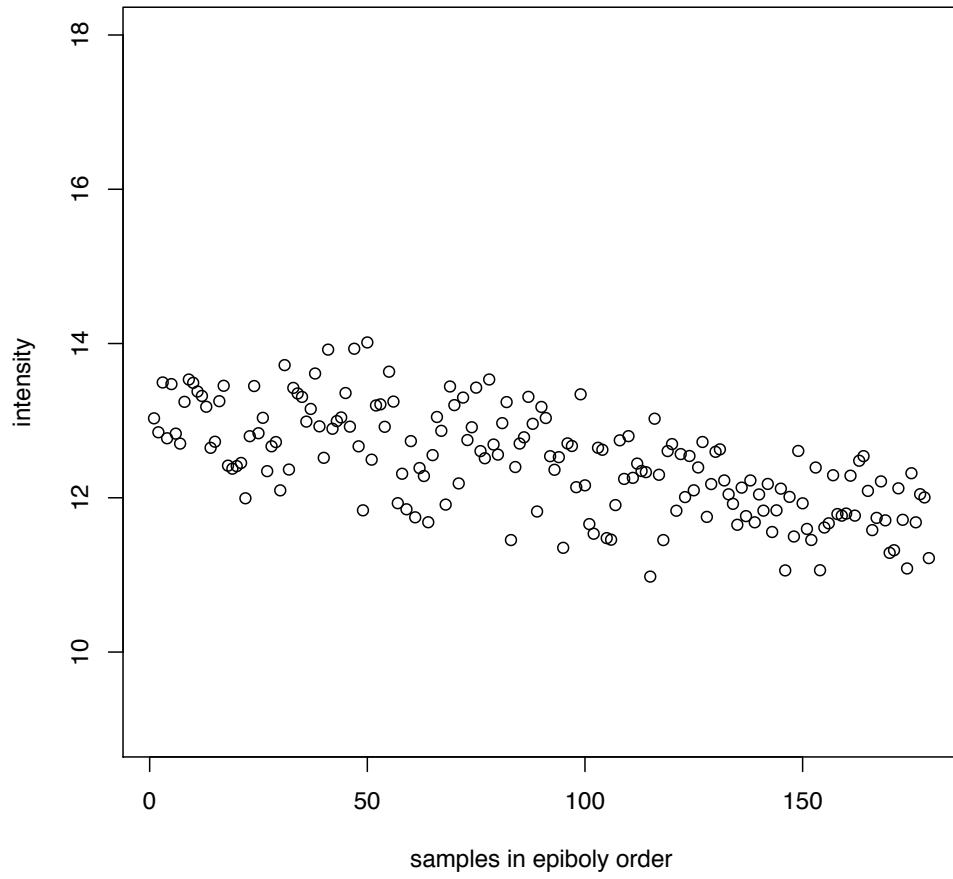

MAD_Dr_004_108182

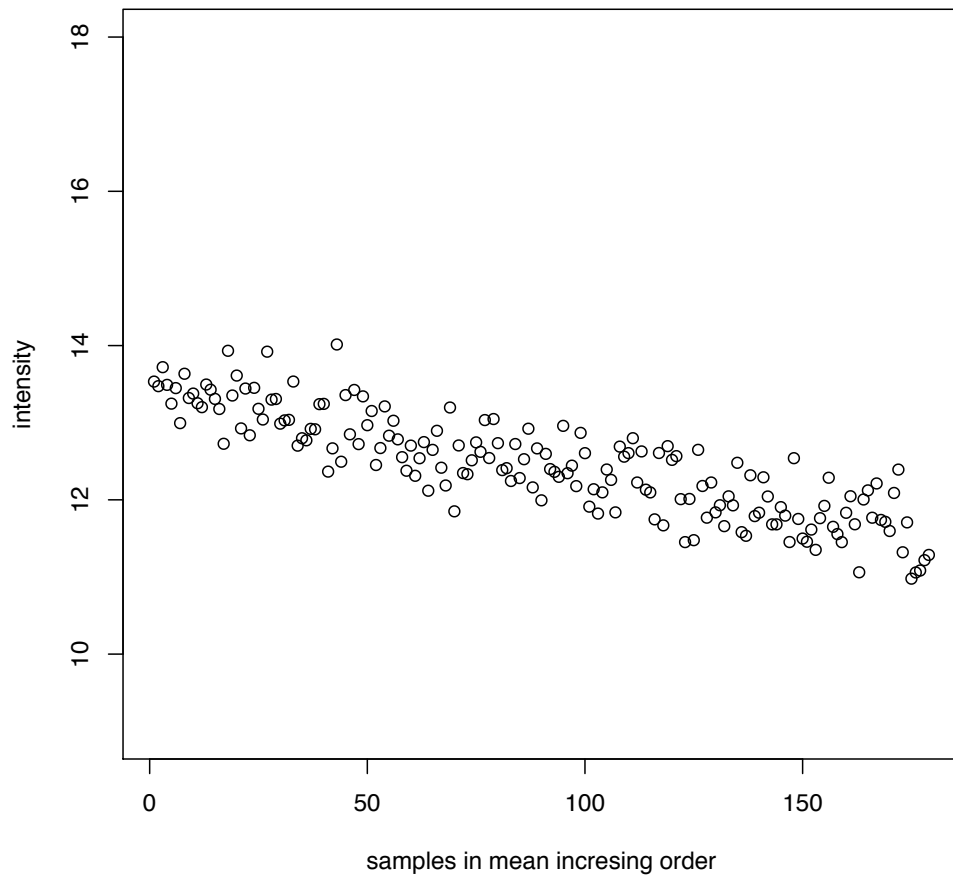

MAD_Dr_004_151897

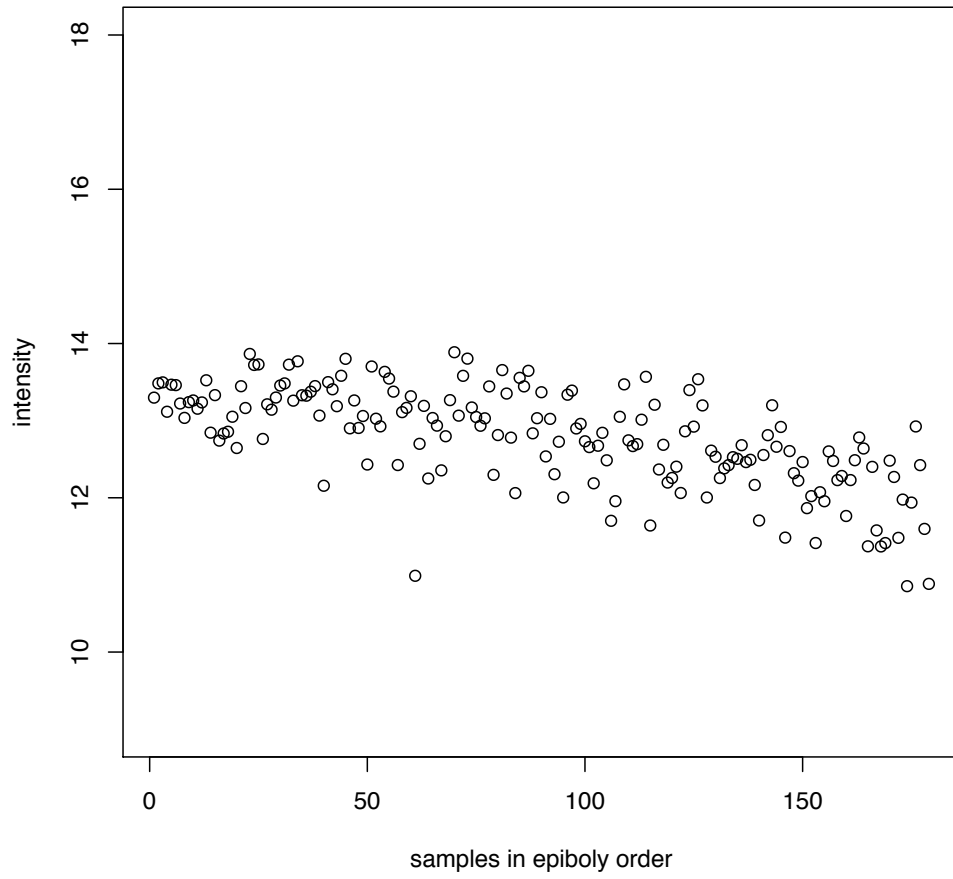

MAD_Dr_004_151897

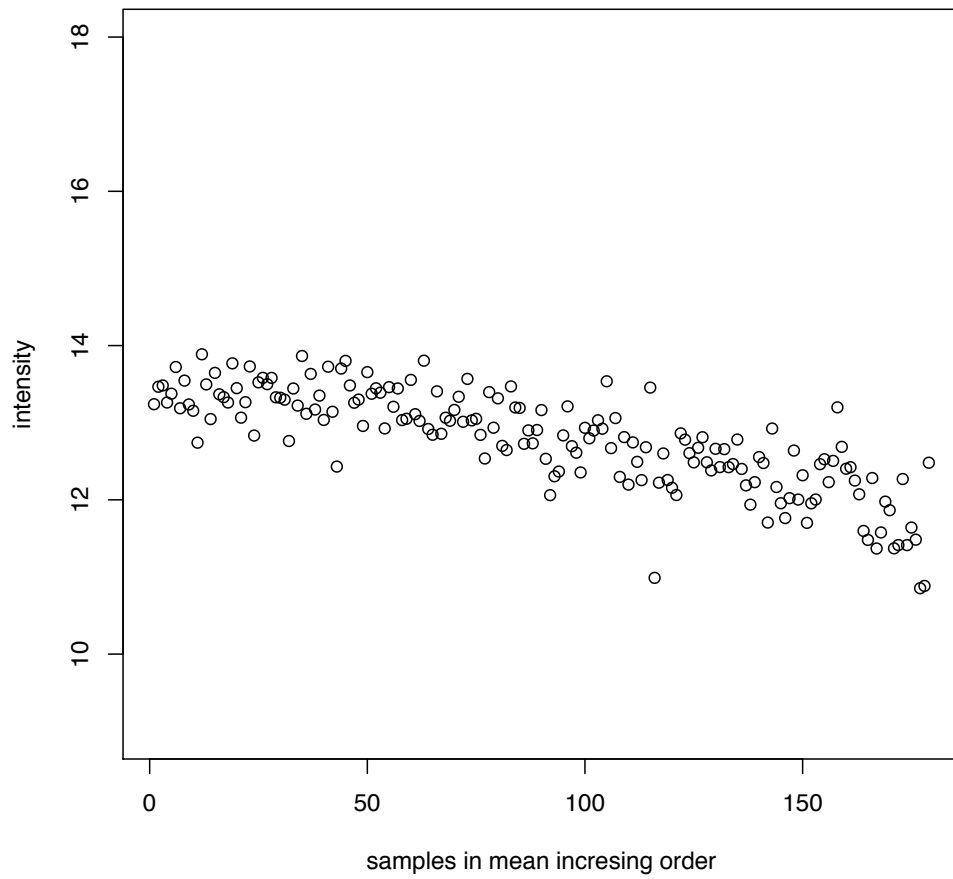

MAD_Dr_004_163137

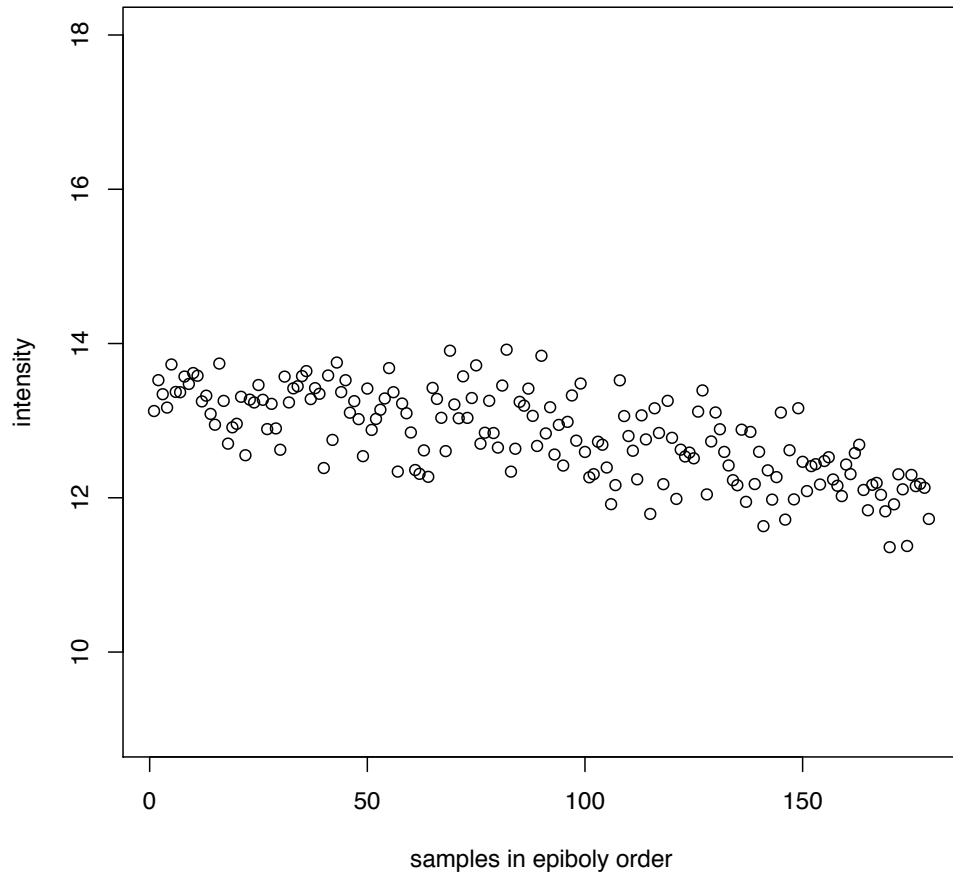

MAD_Dr_004_163137

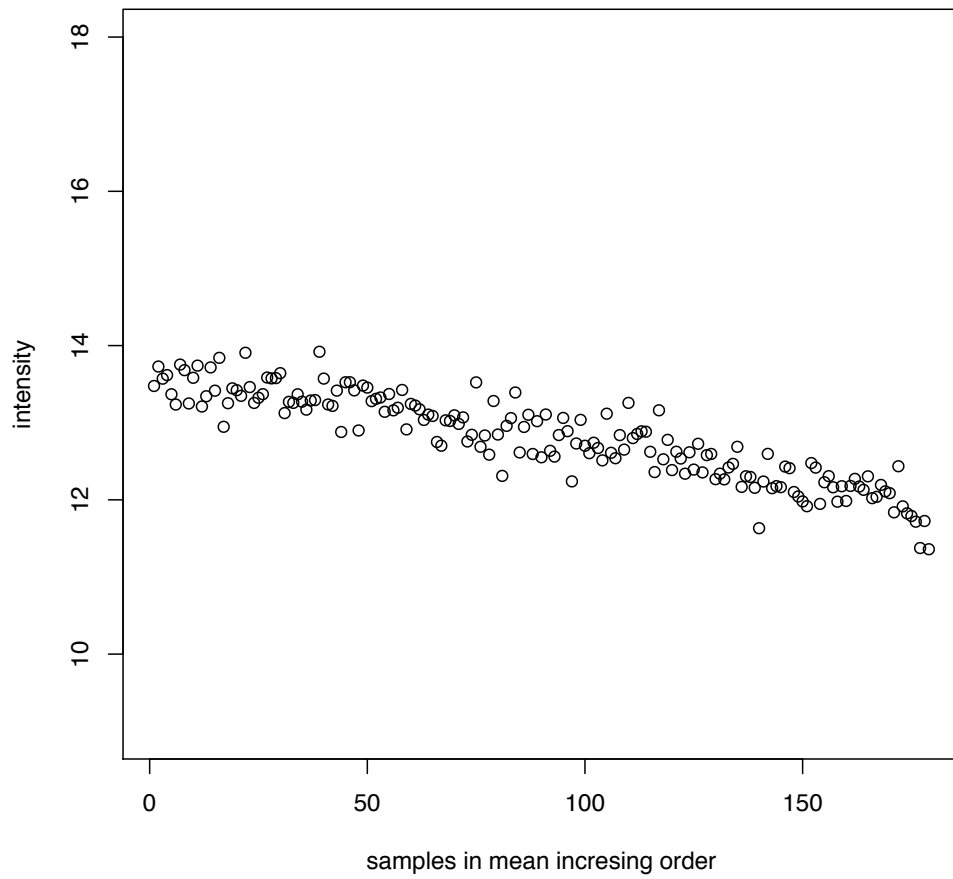

MAD_Dr_004_180067

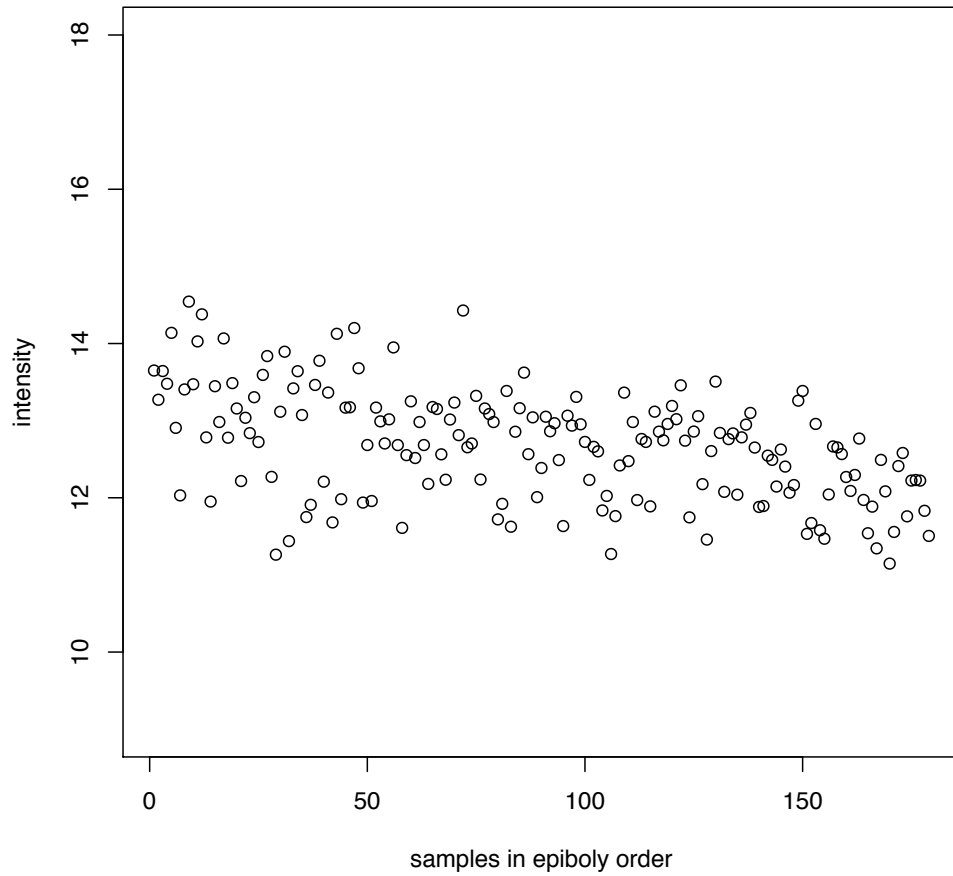

MAD_Dr_004_180067

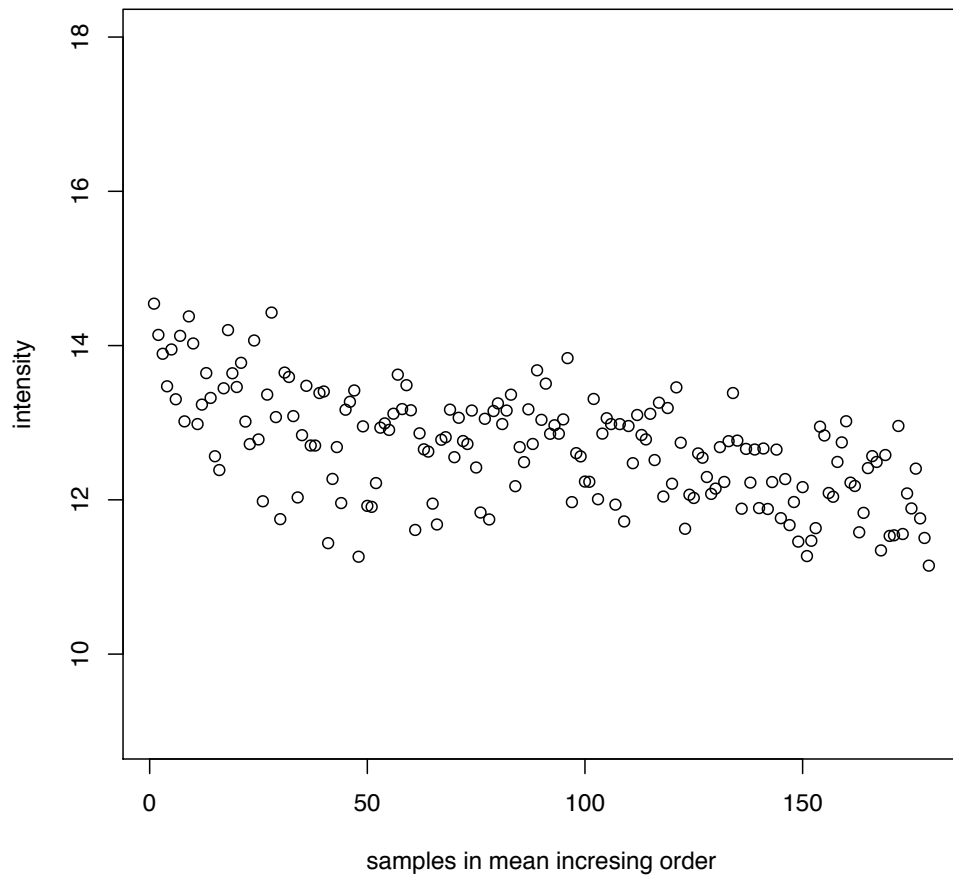

MAD_Dr_004_161431

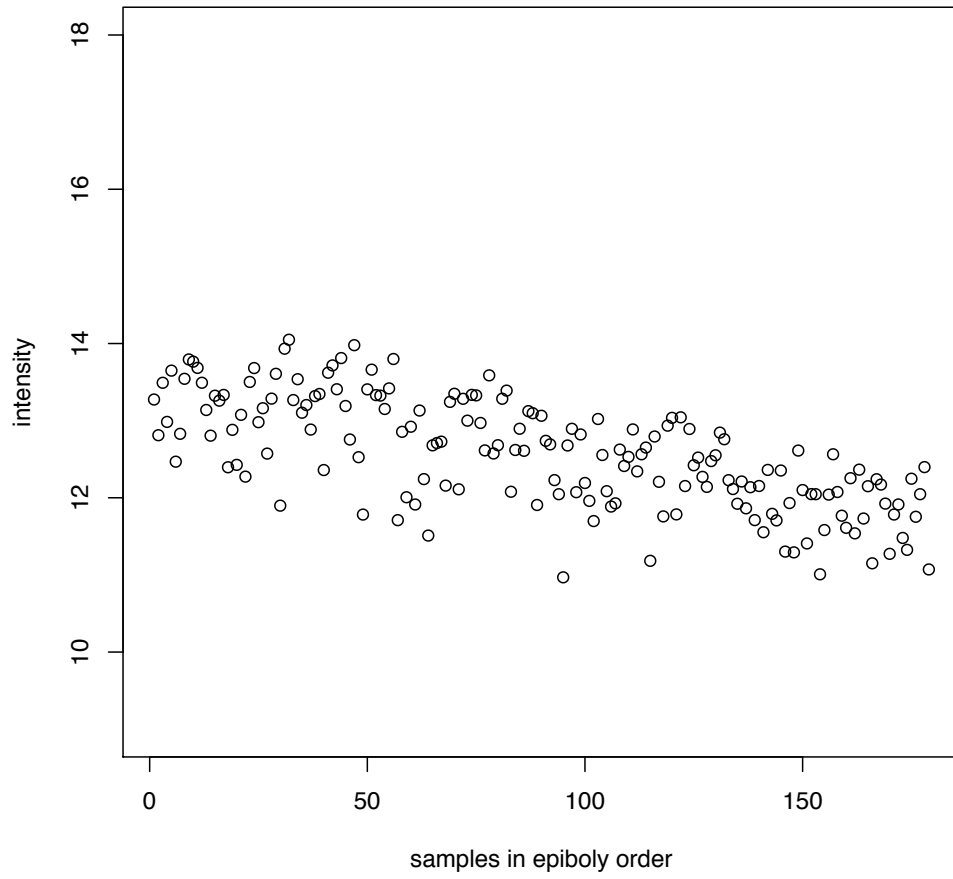

MAD_Dr_004_161431

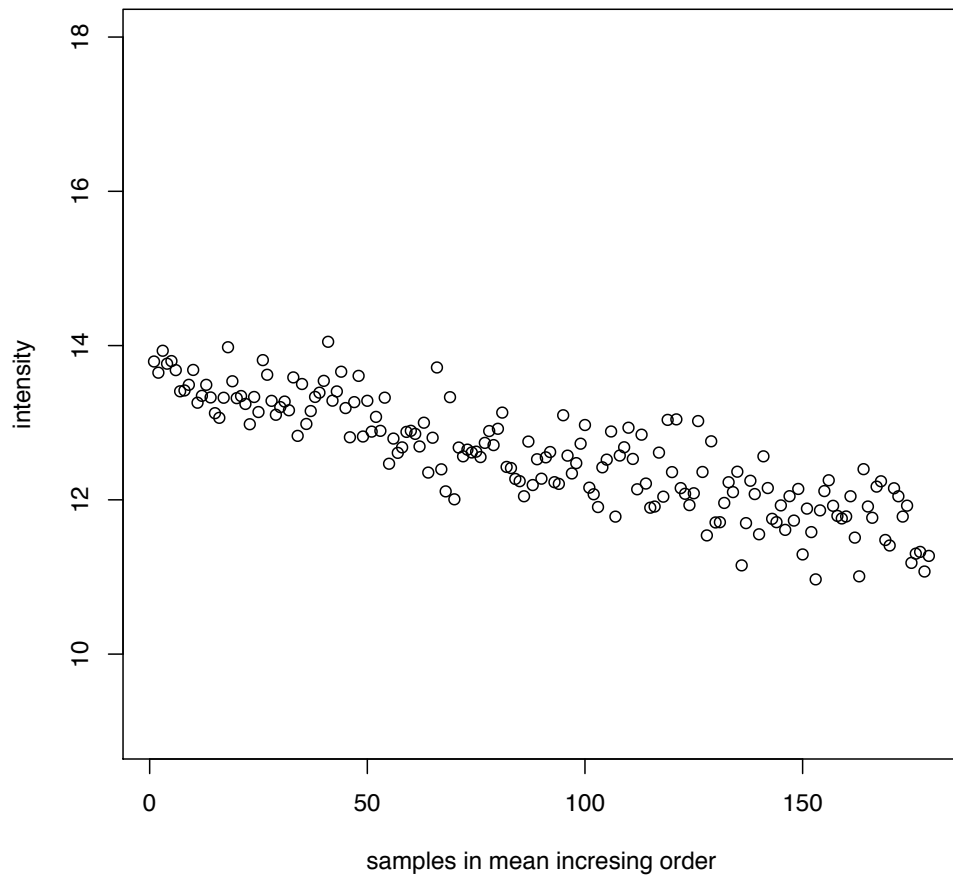

MAD_Dr_004_184358

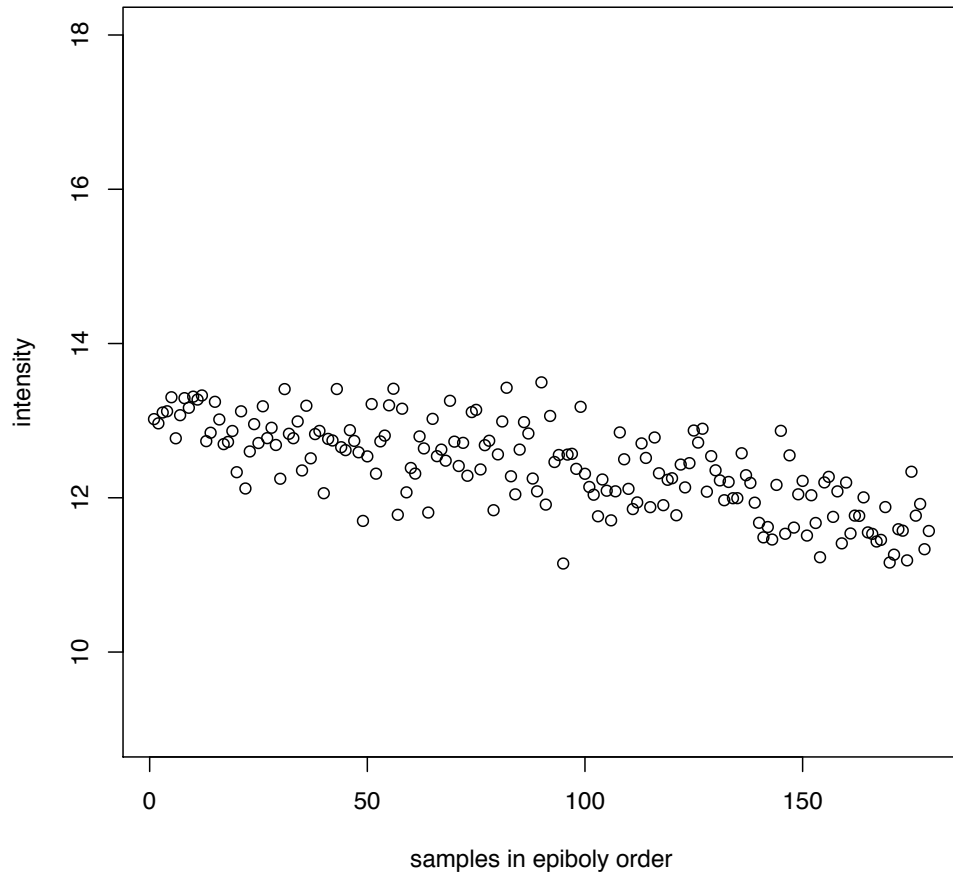

MAD_Dr_004_184358

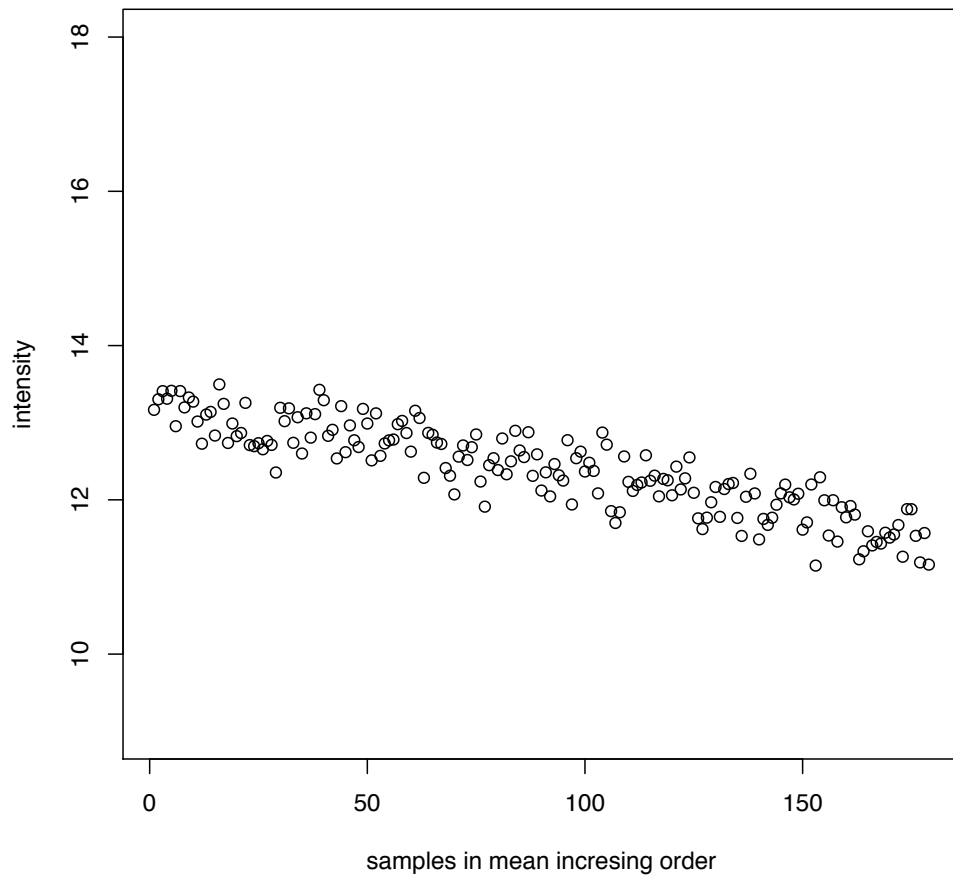

MAD_Dr_004_175739

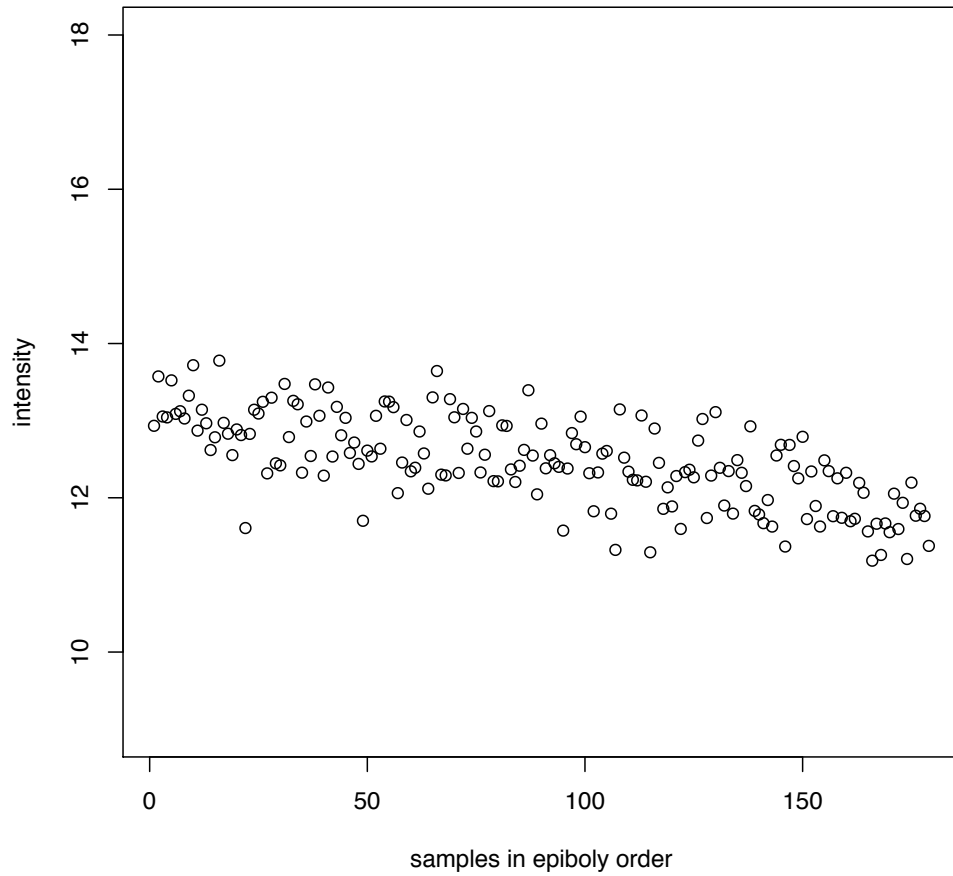

MAD_Dr_004_175739

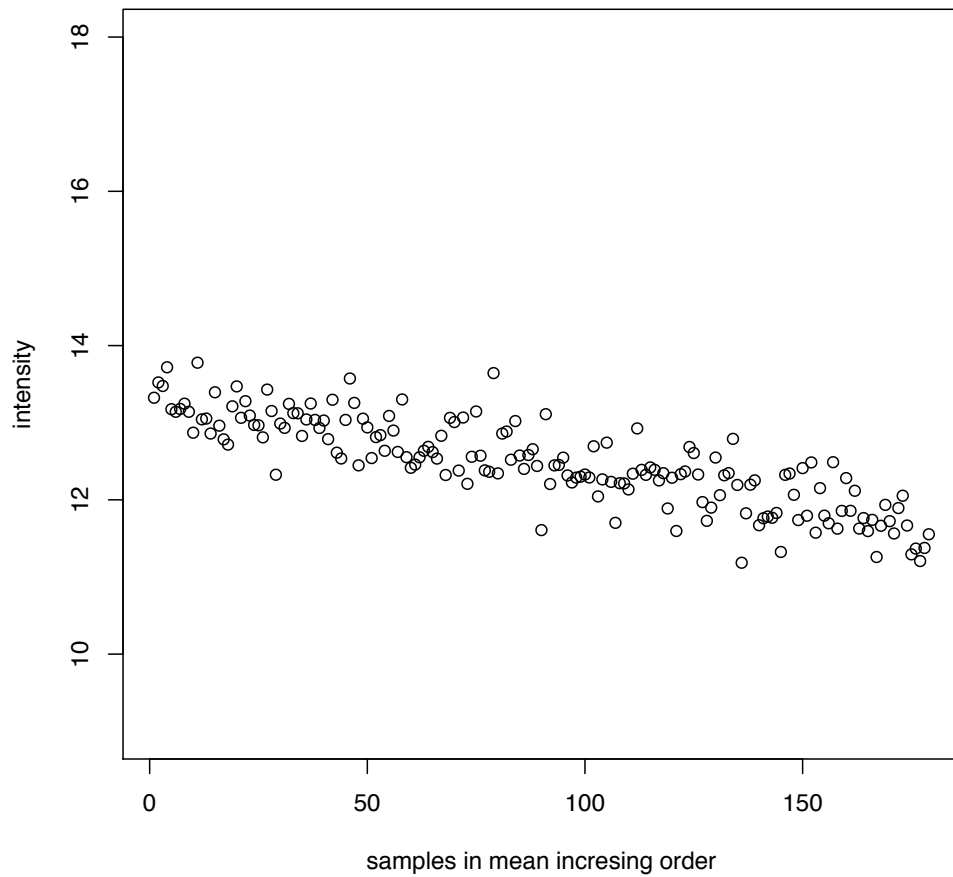

MAD_Dr_004_144107

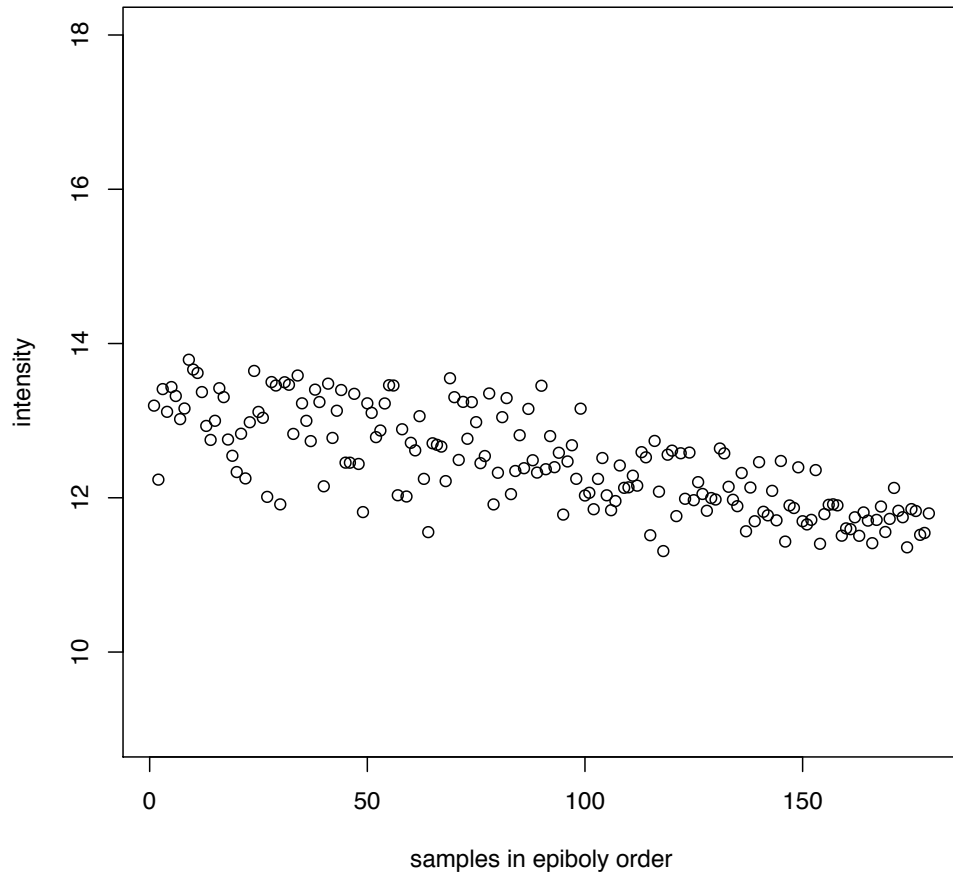

MAD_Dr_004_144107

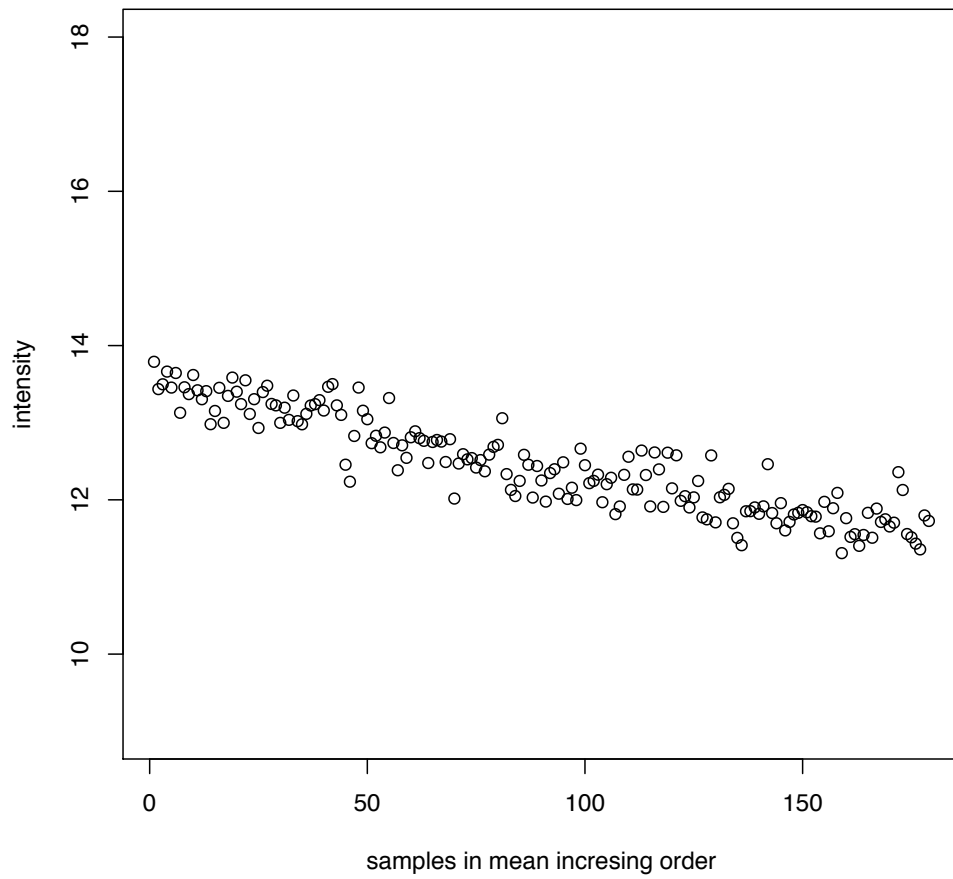

MAD_Dr_004_162417

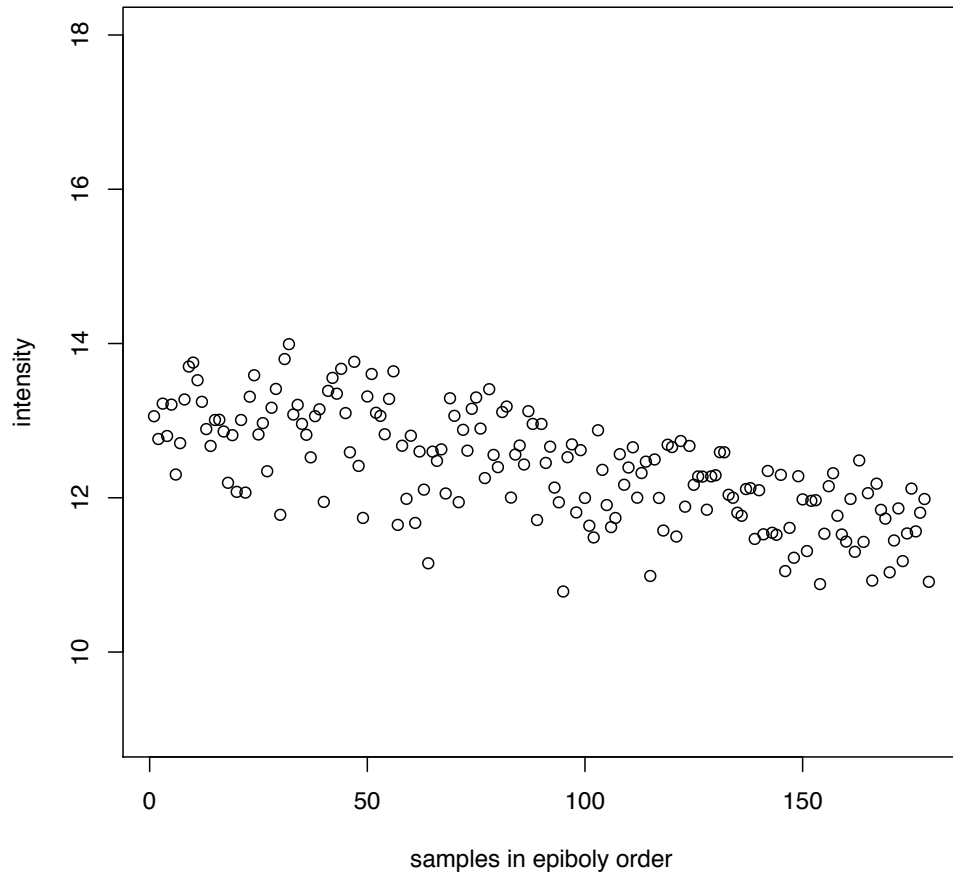

MAD_Dr_004_162417

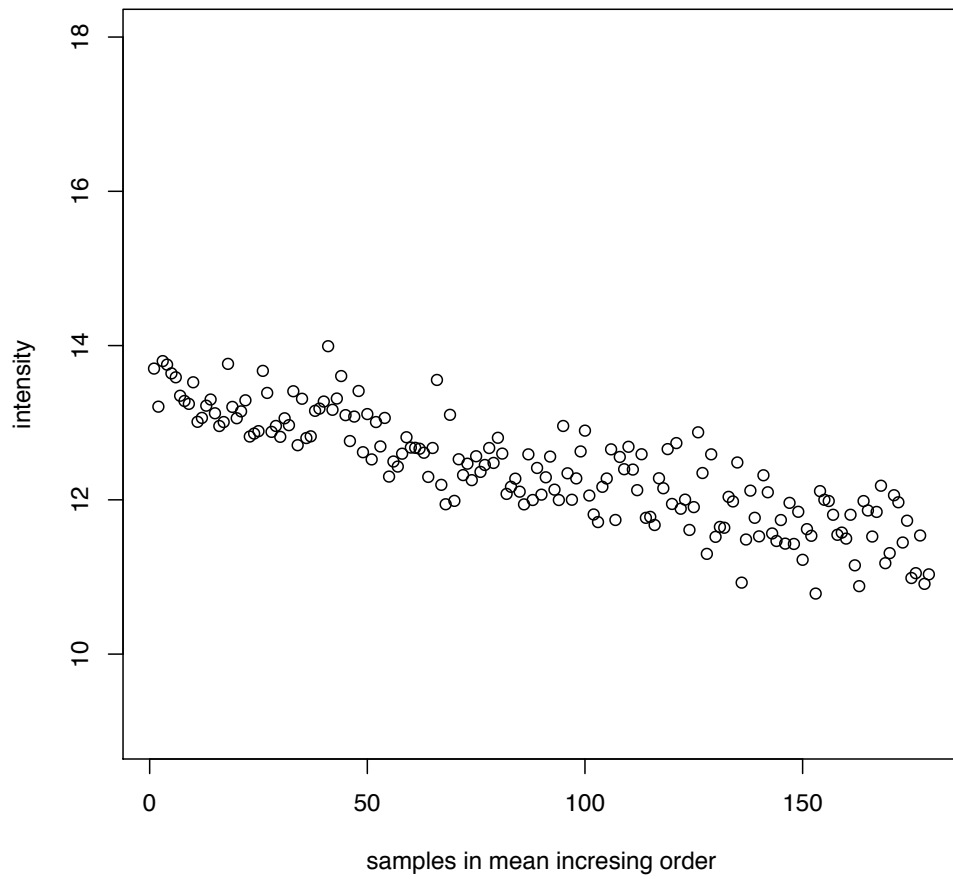

MAD_Dr_004_162683

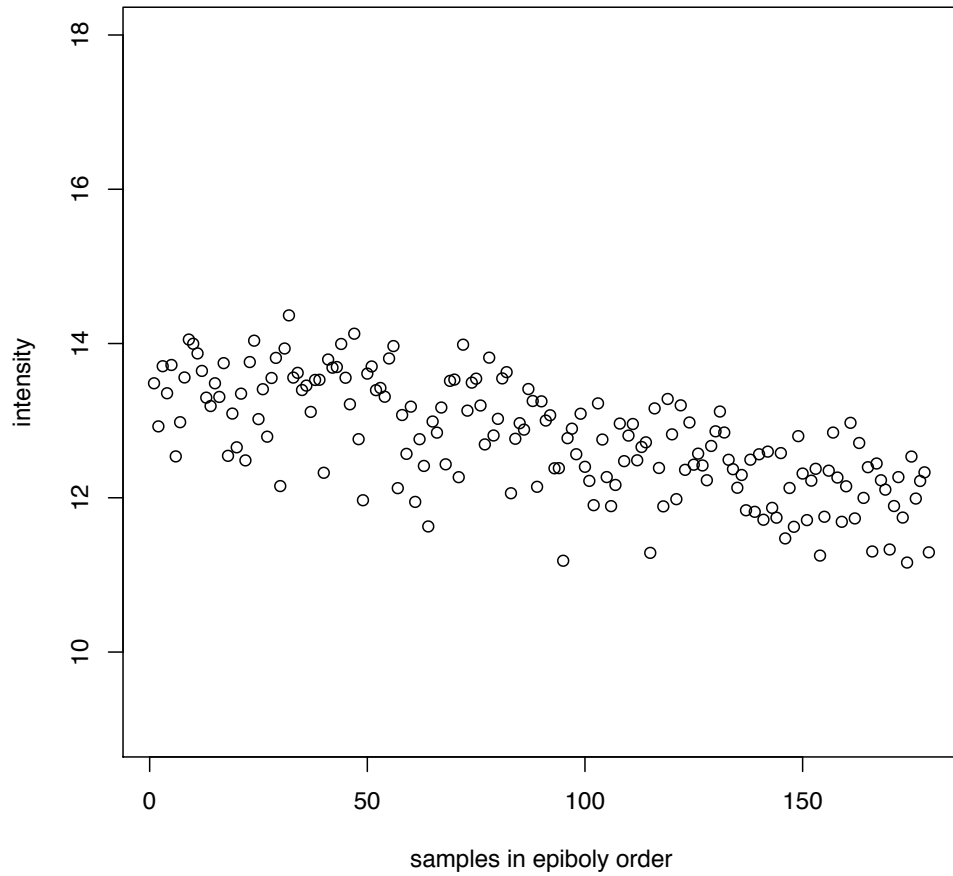

MAD_Dr_004_162683

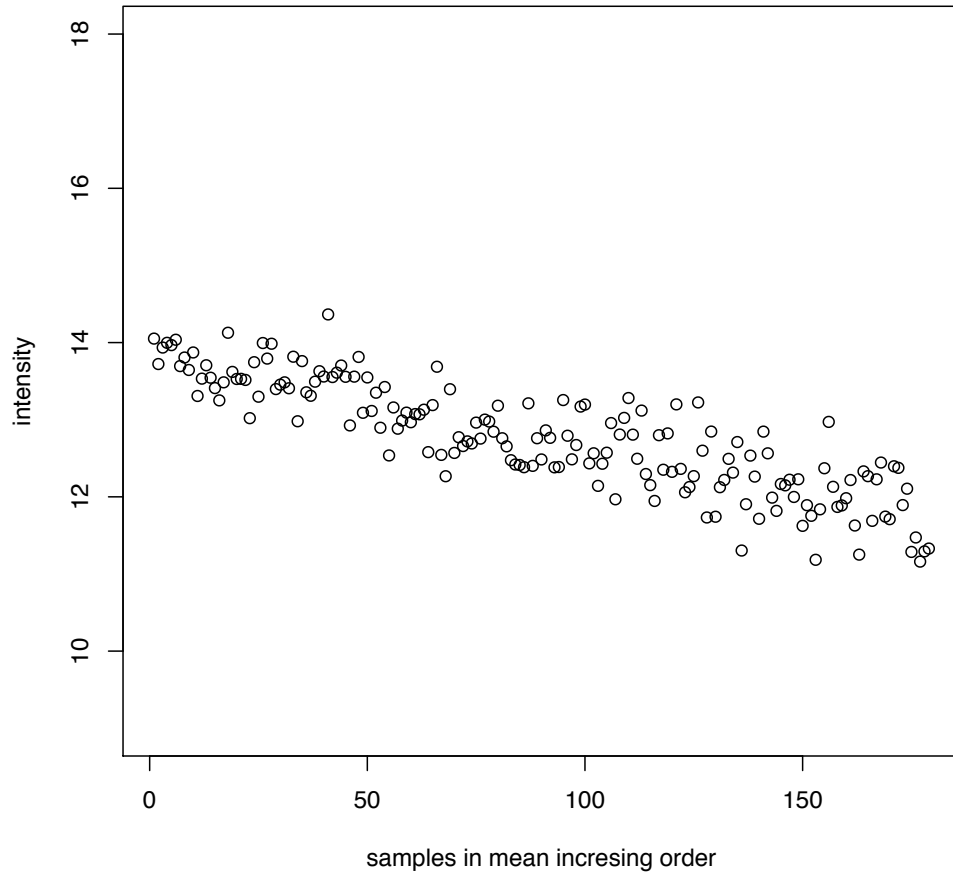

MAD_Dr_004_153746

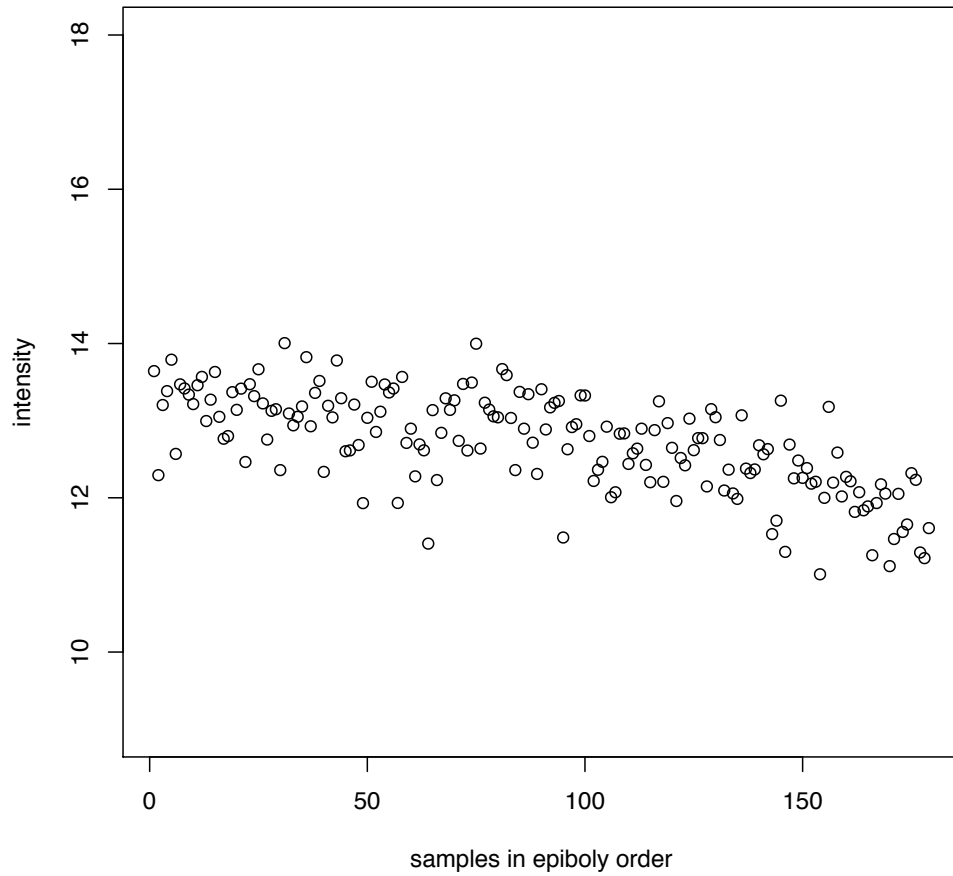

MAD_Dr_004_153746

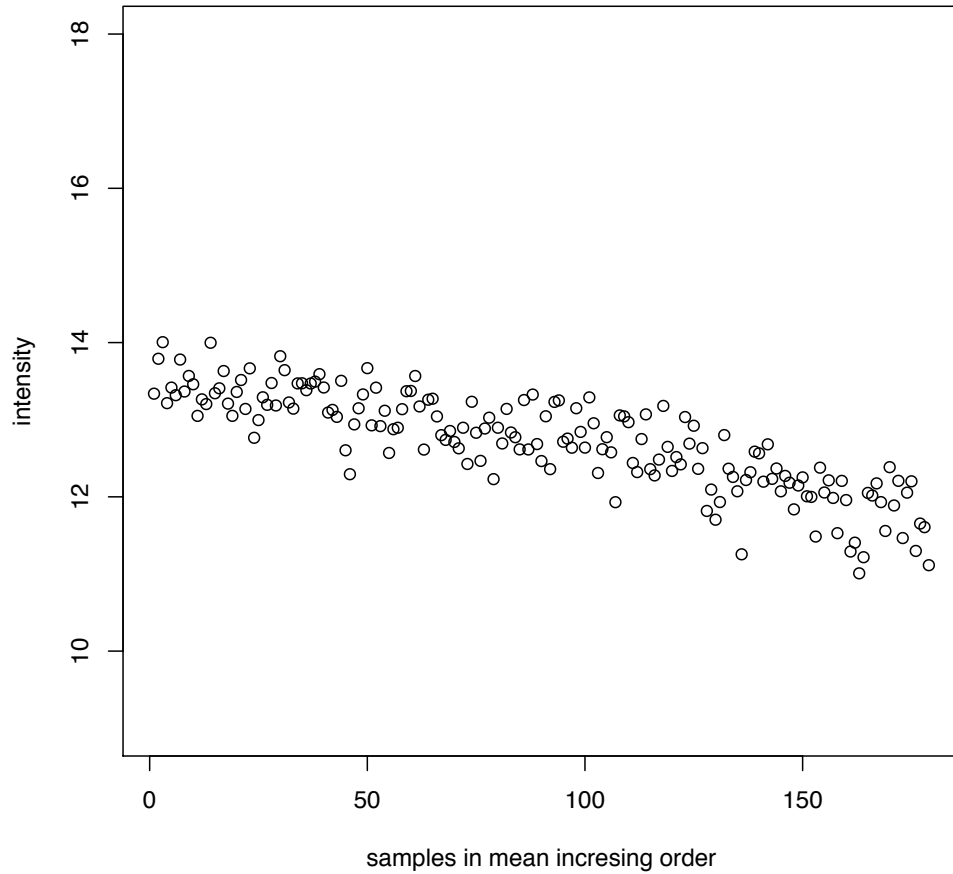

MAD_Dr_004_172245

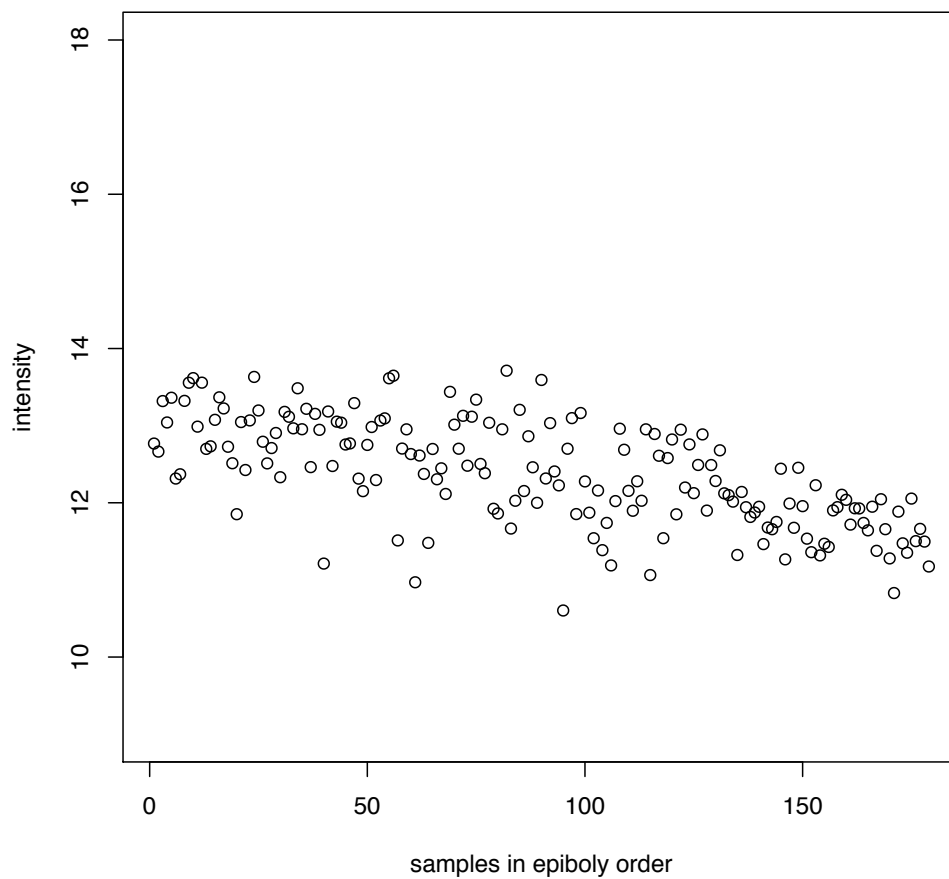

MAD_Dr_004_172245

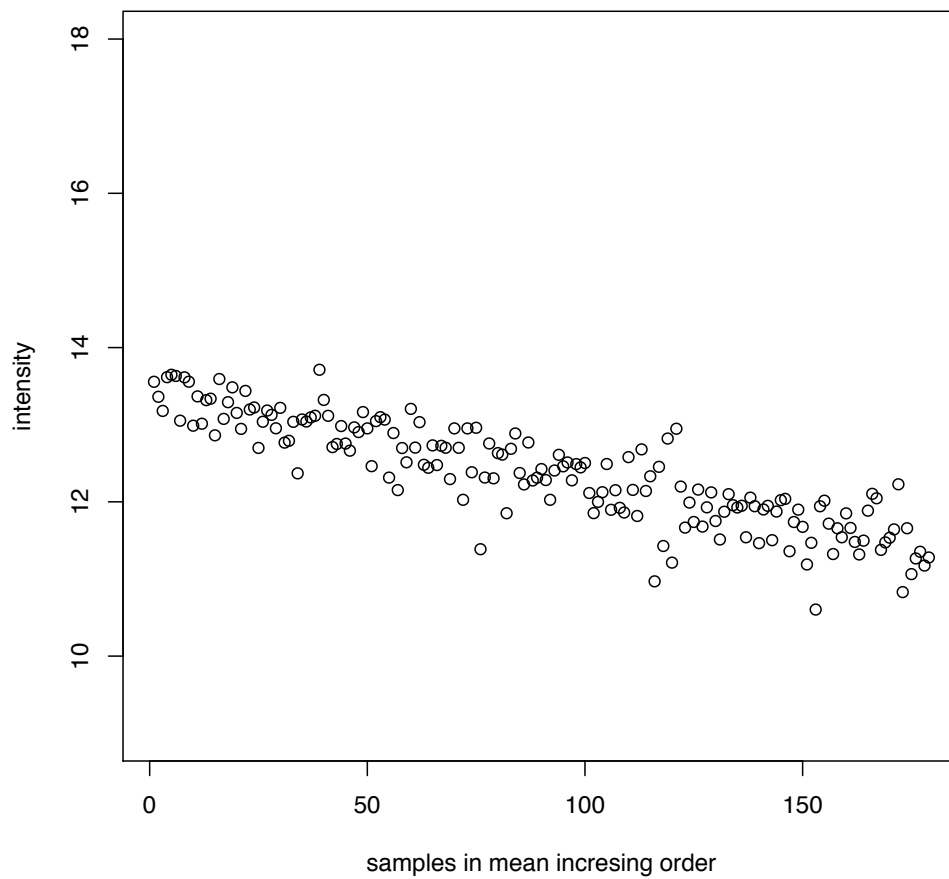

MAD_Dr_004_151298

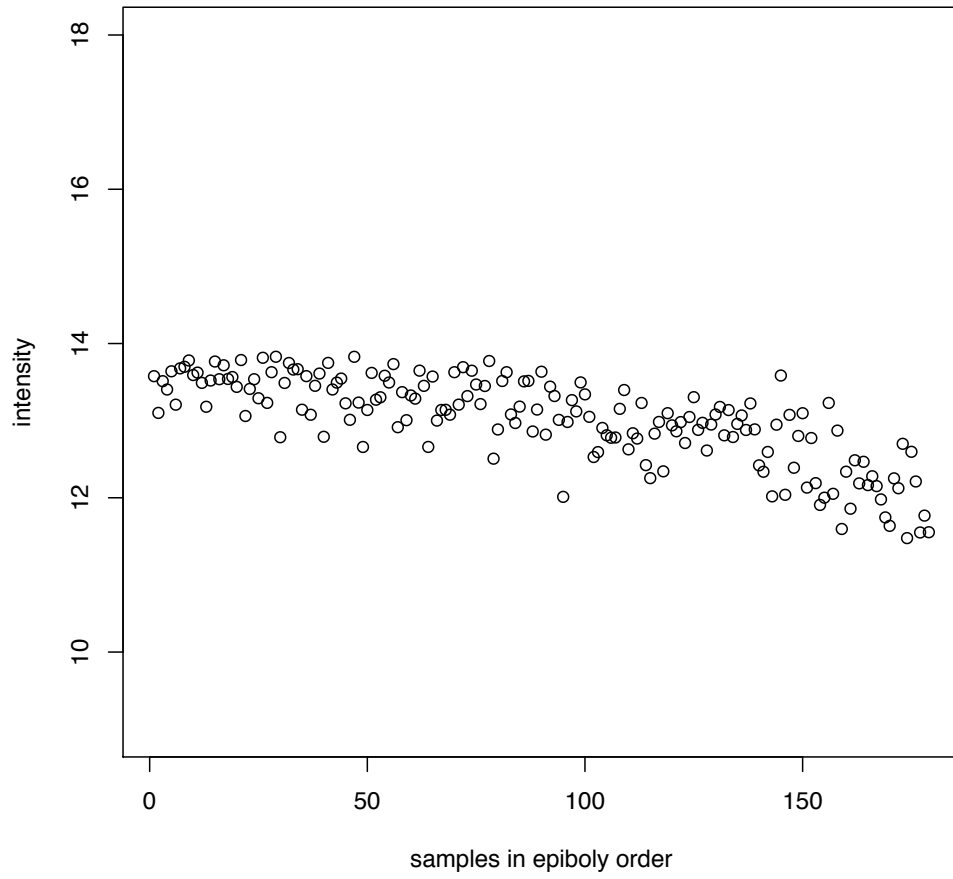

MAD_Dr_004_151298

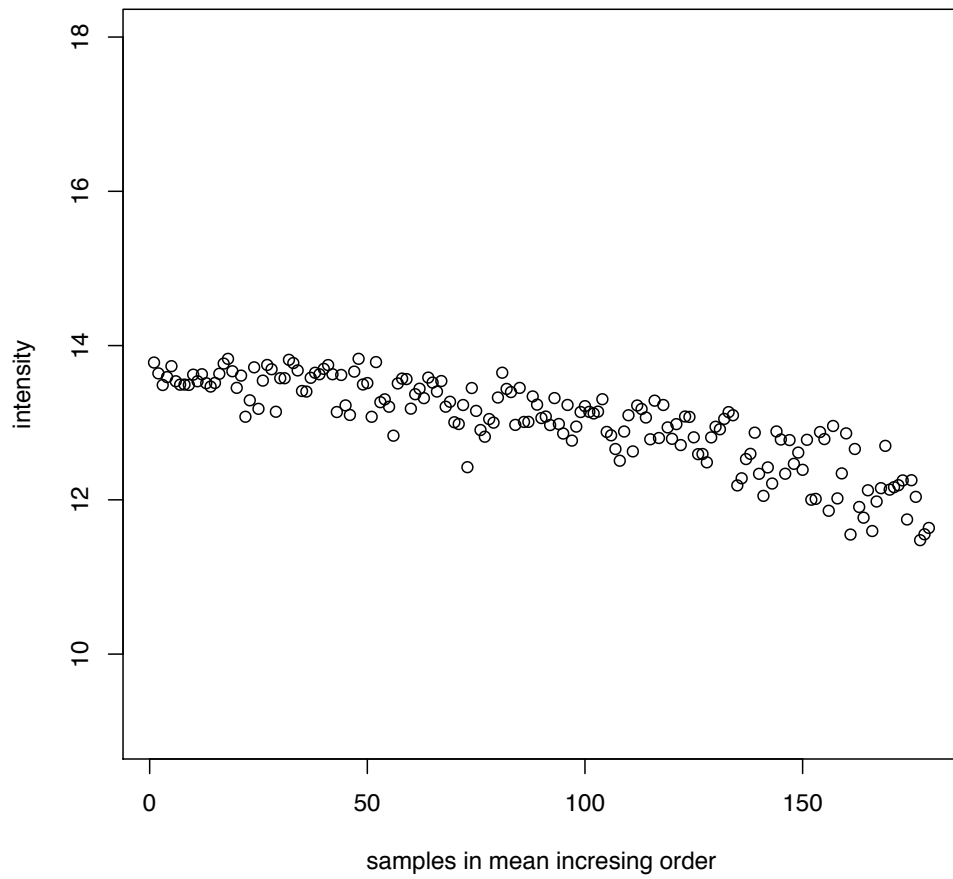

MAD_Dr_004_152442

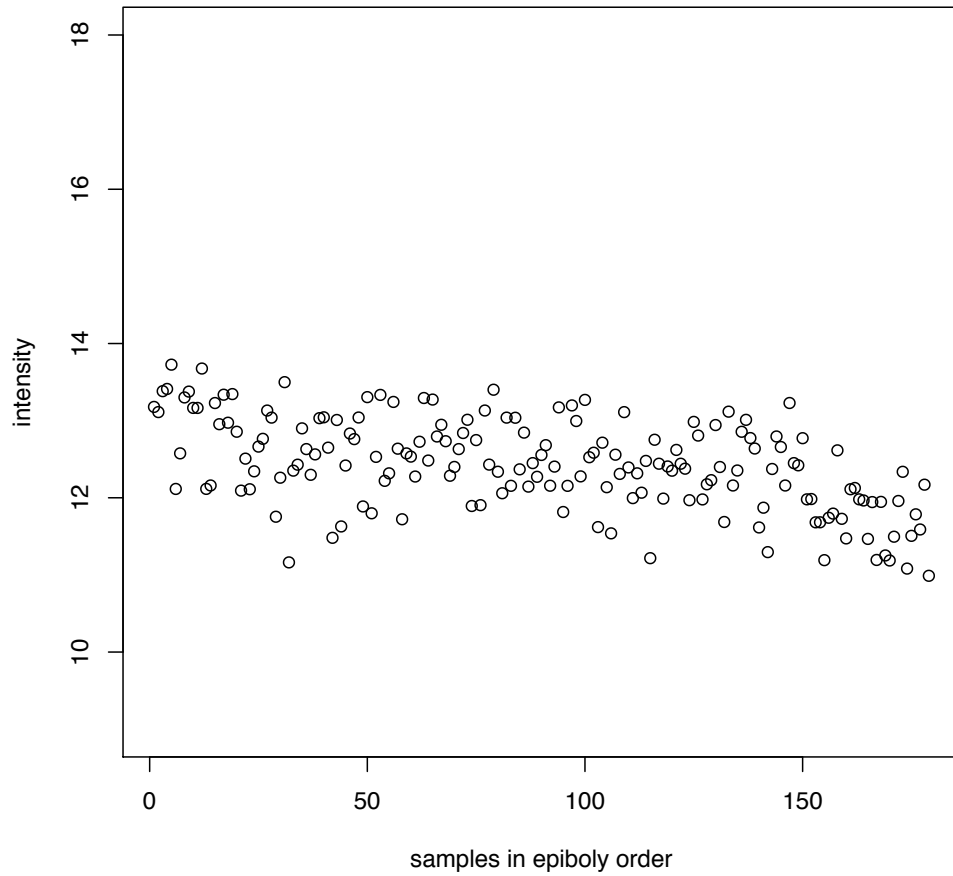

MAD_Dr_004_152442

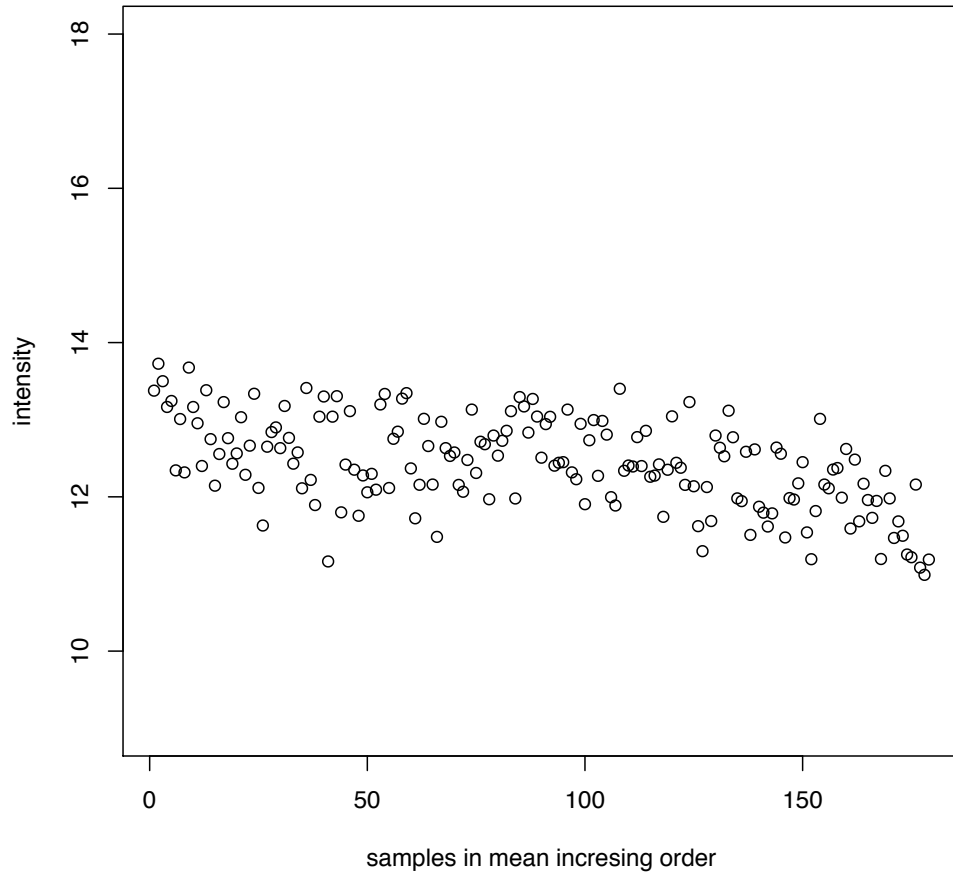

MAD_Dr_004_165420

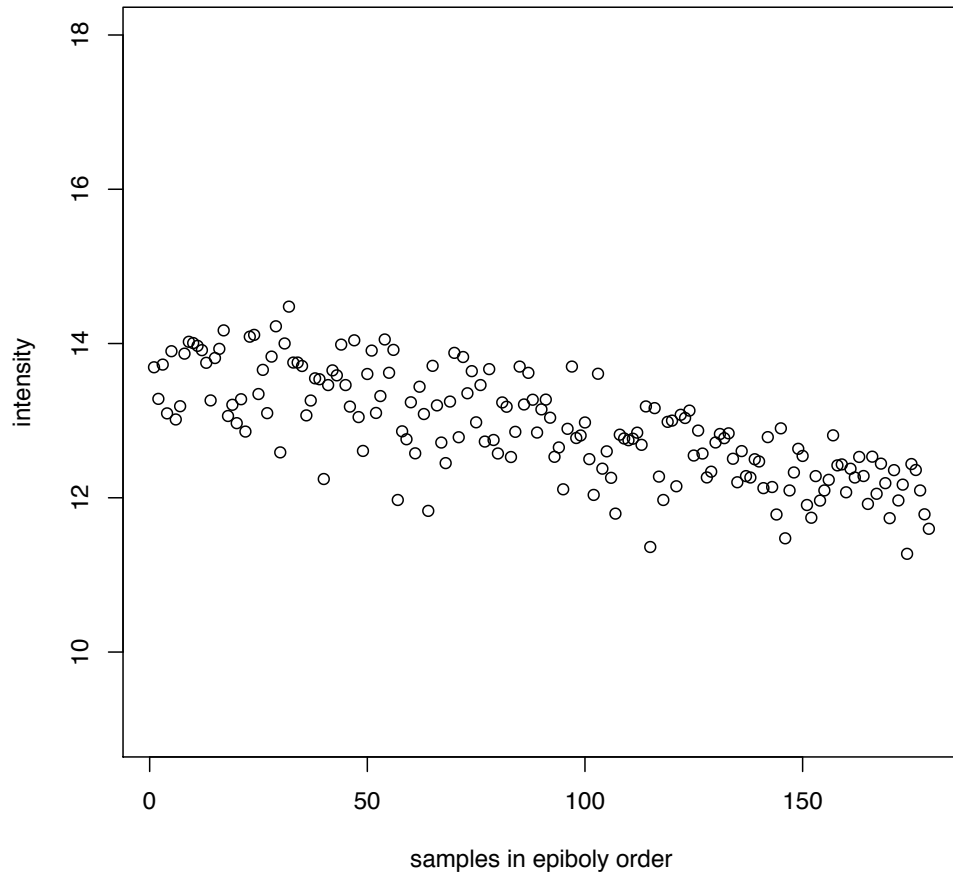

MAD_Dr_004_165420

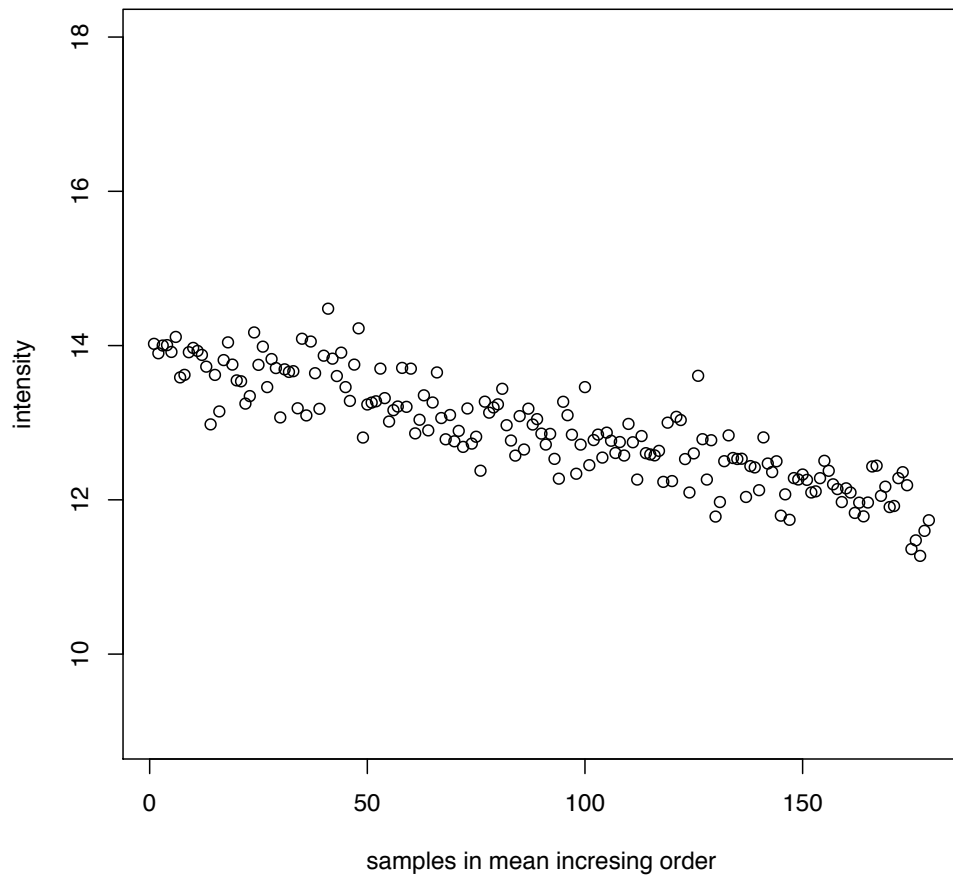

MAD_Dr_004_165936

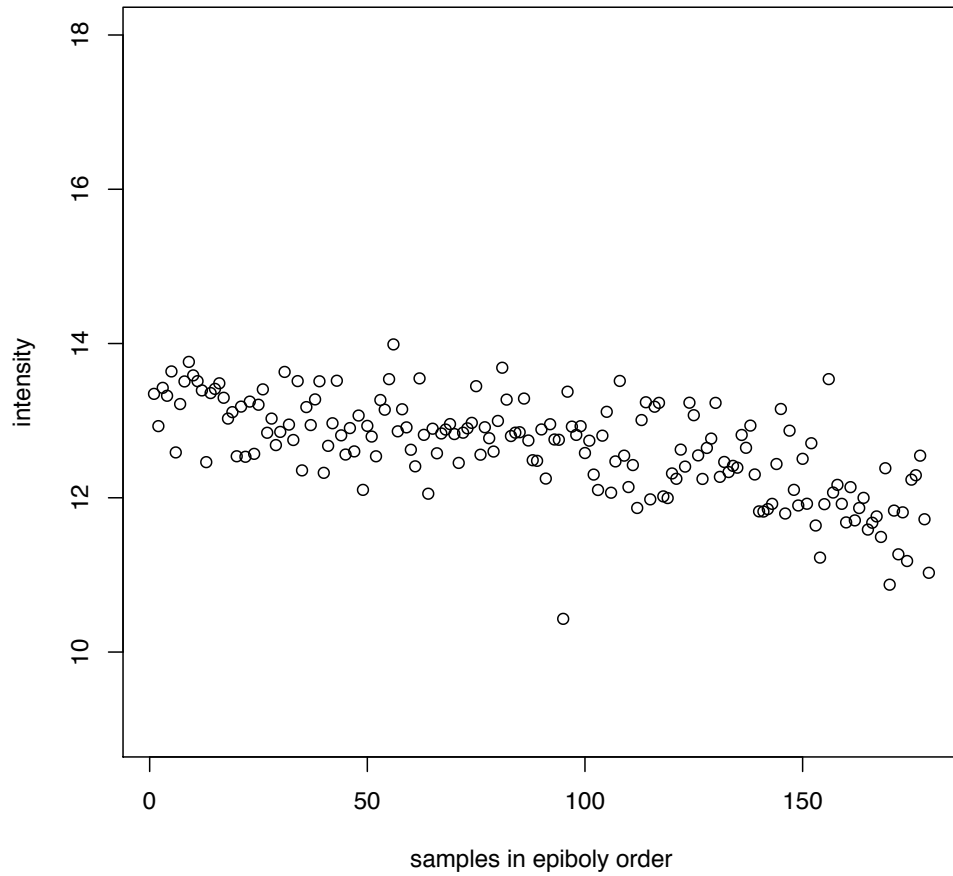

MAD_Dr_004_165936

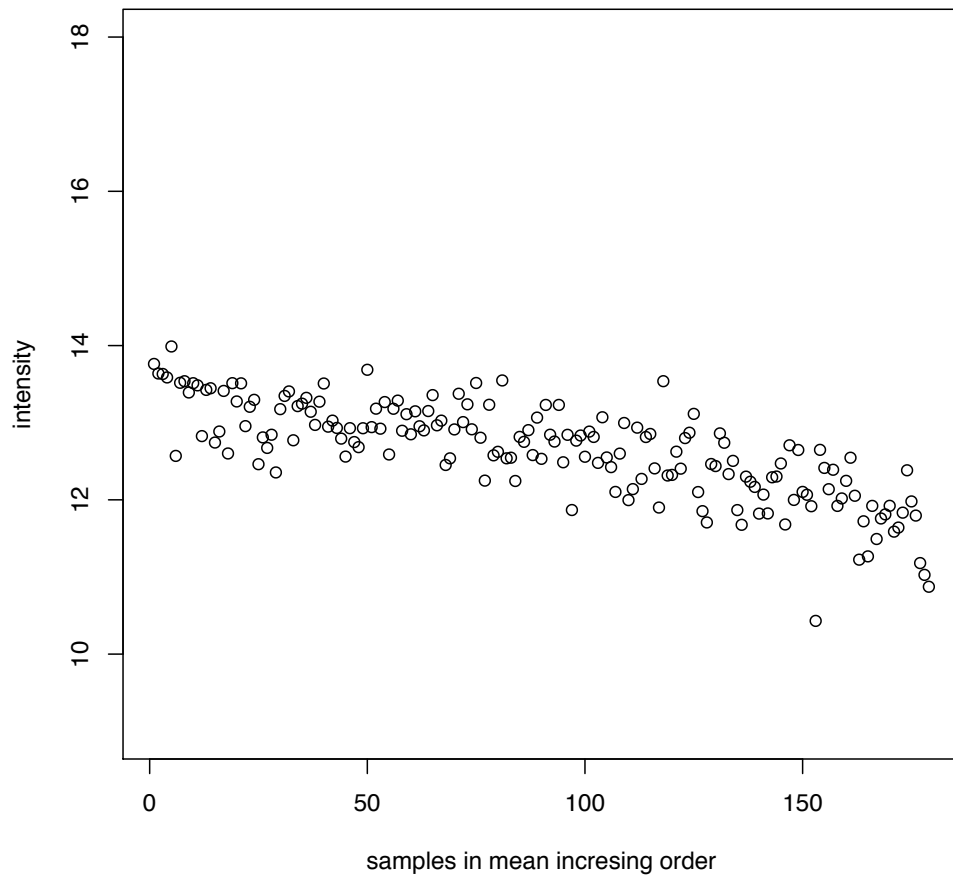

MAD_Dr_004_163499

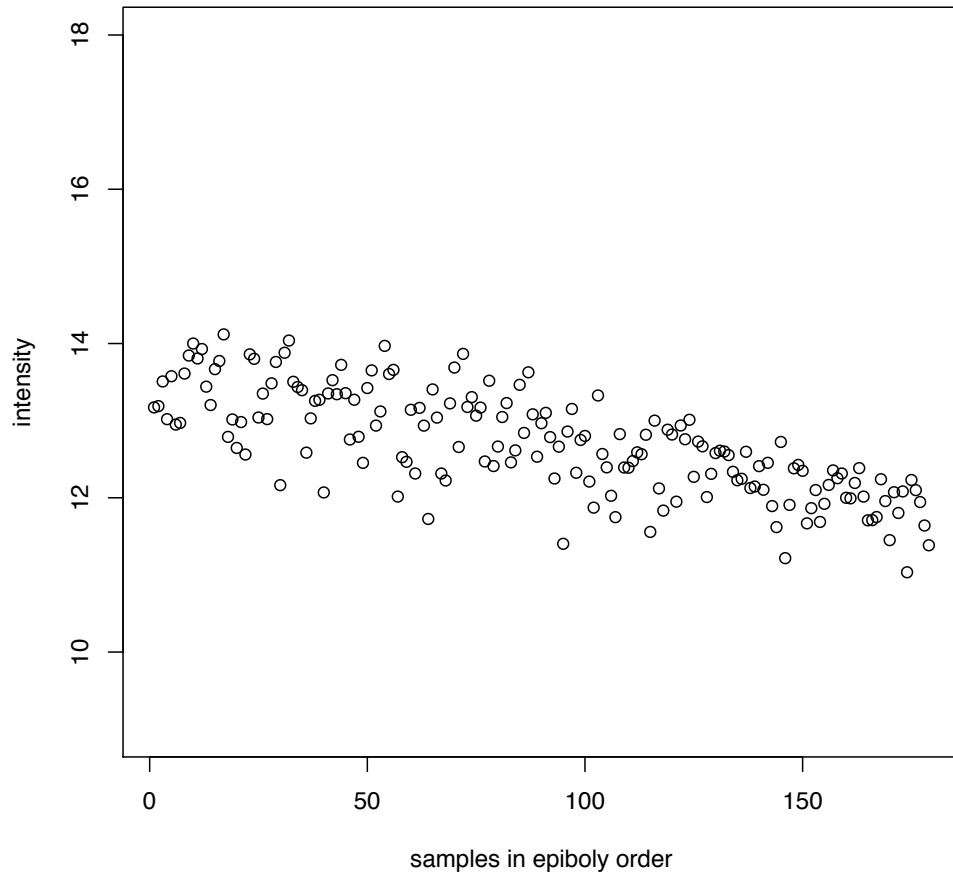

MAD_Dr_004_163499

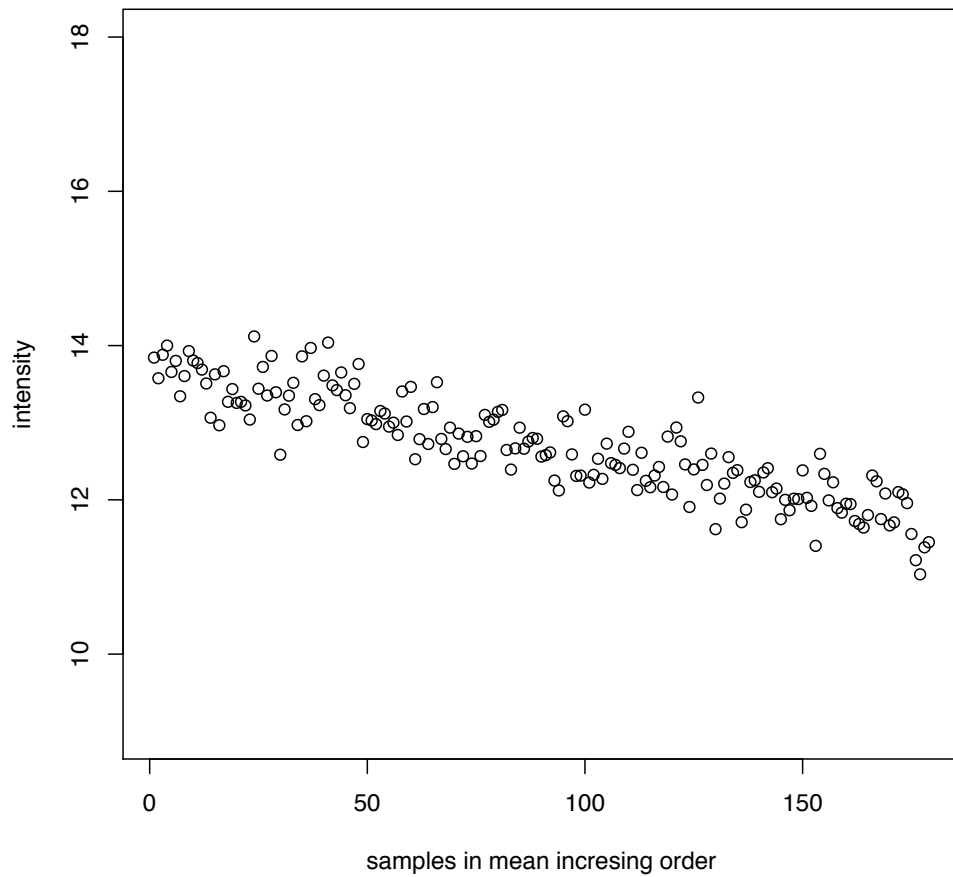

MAD_Dr_004_145898

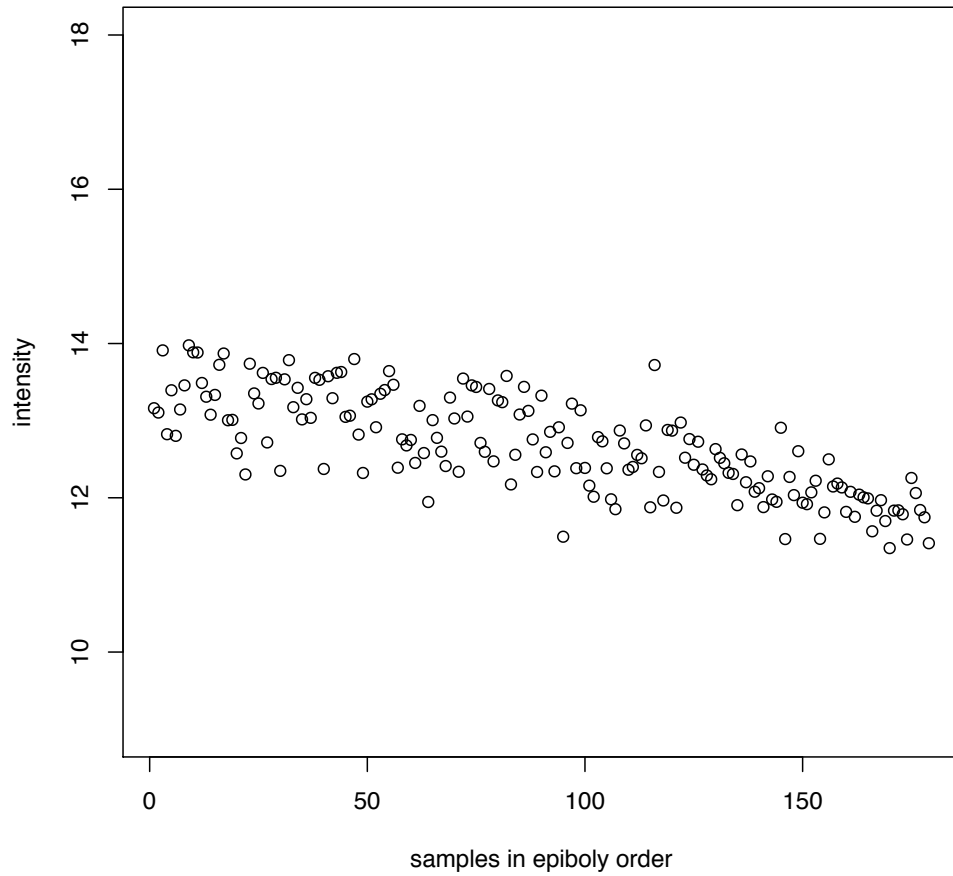

MAD_Dr_004_145898

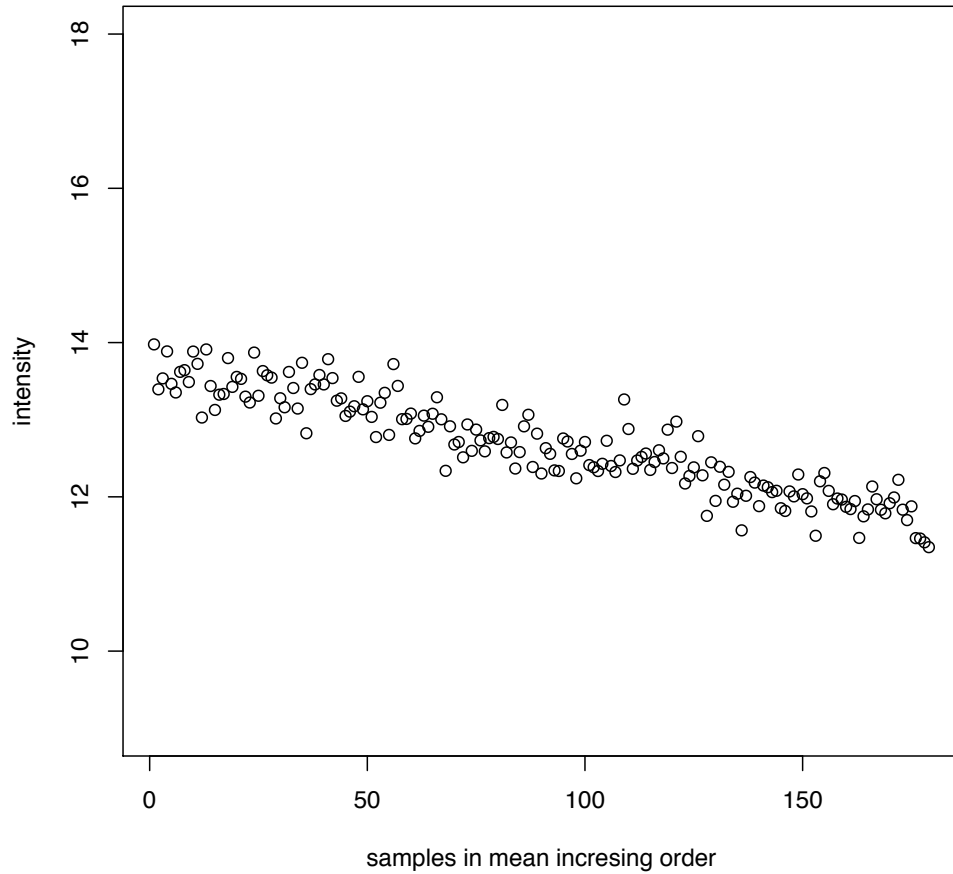

MAD_Dr_004_146328

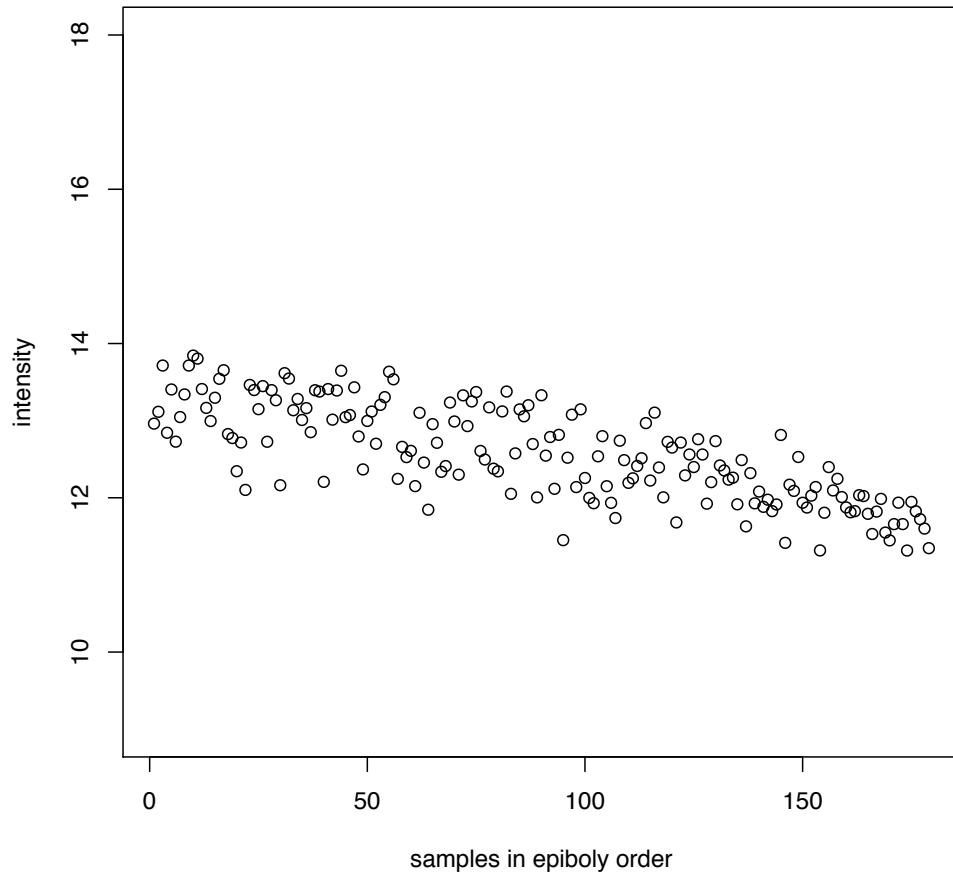

MAD_Dr_004_146328

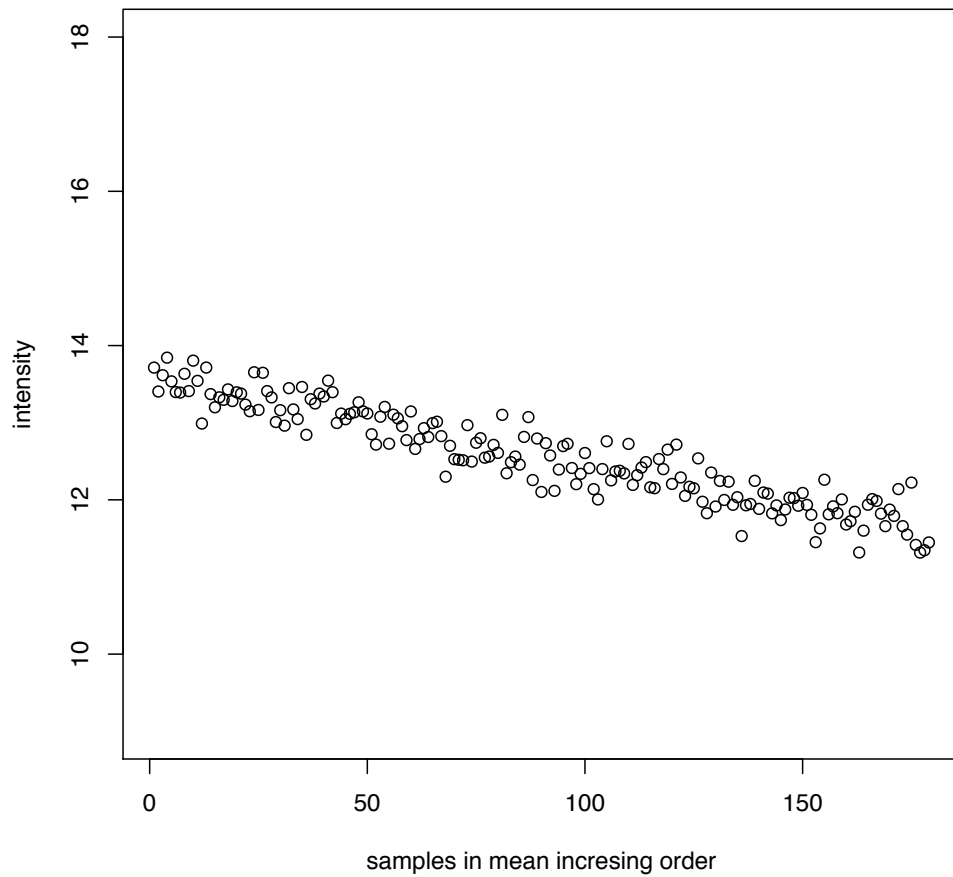

MAD_Dr_004_144006

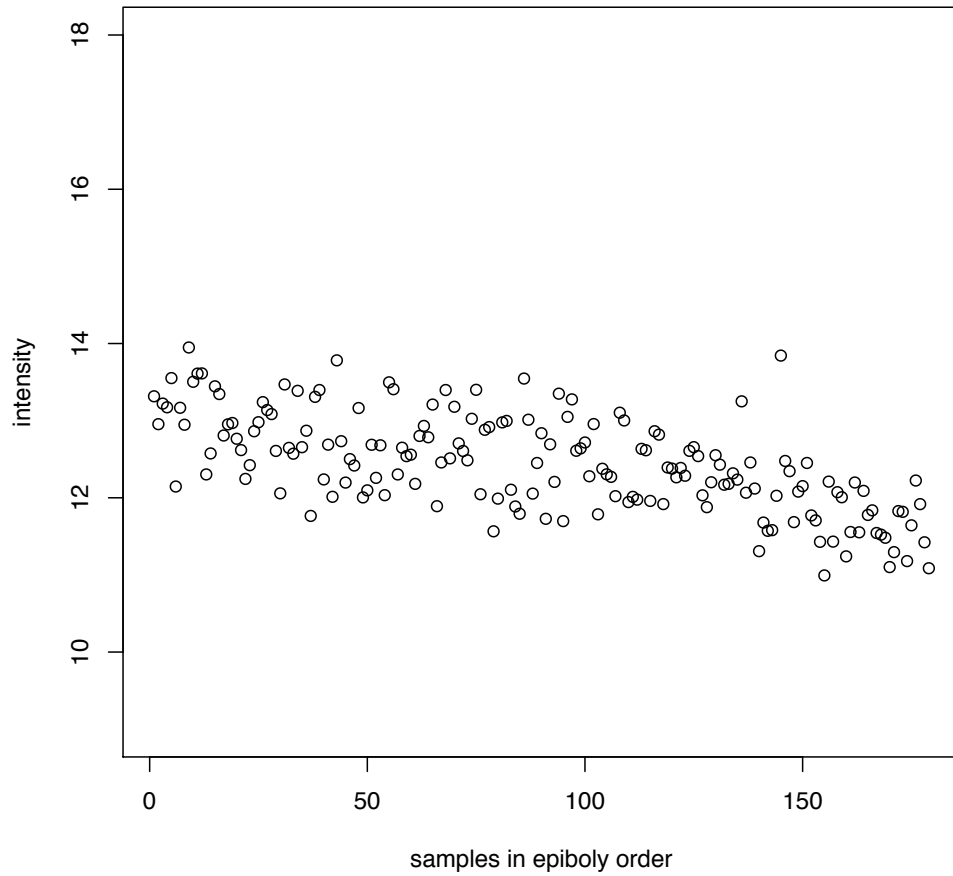

MAD_Dr_004_144006

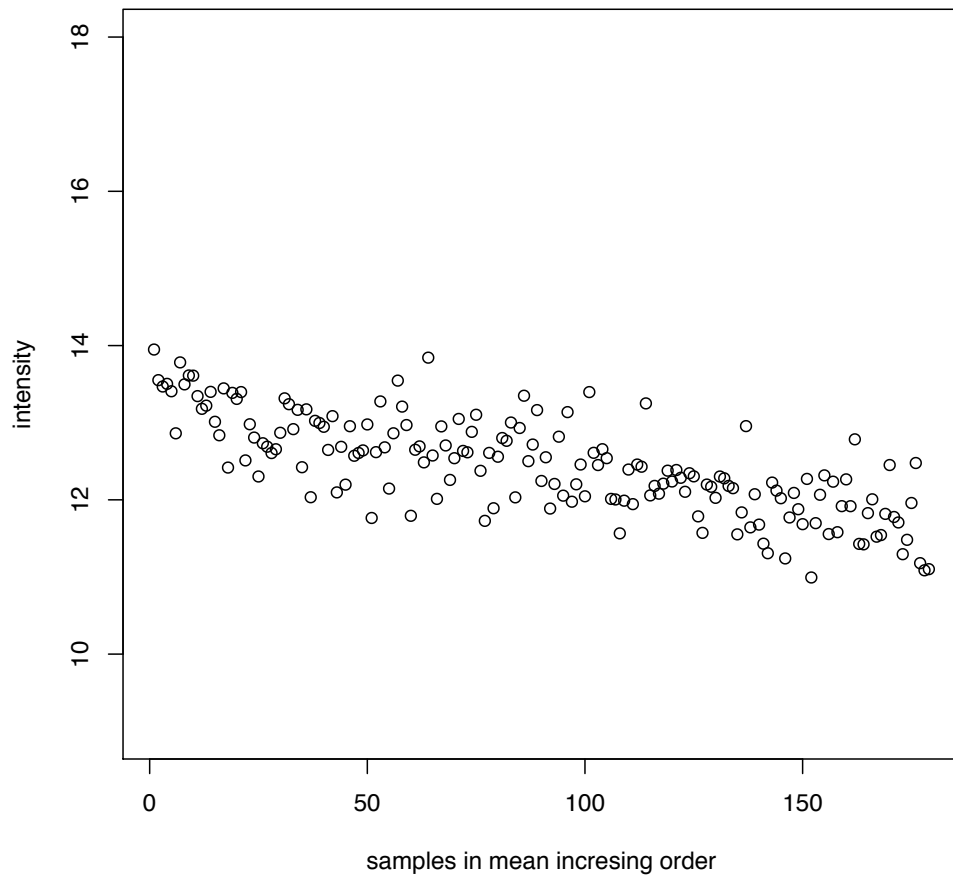

MAD_Dr_004_185703

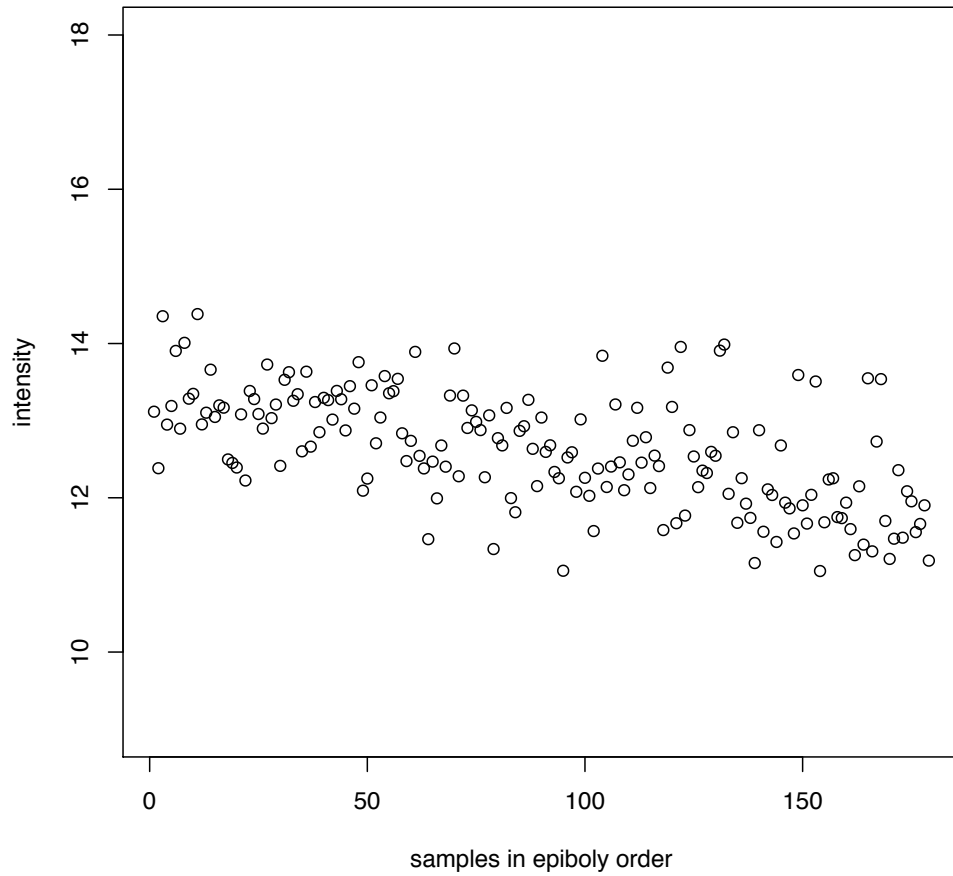

MAD_Dr_004_185703

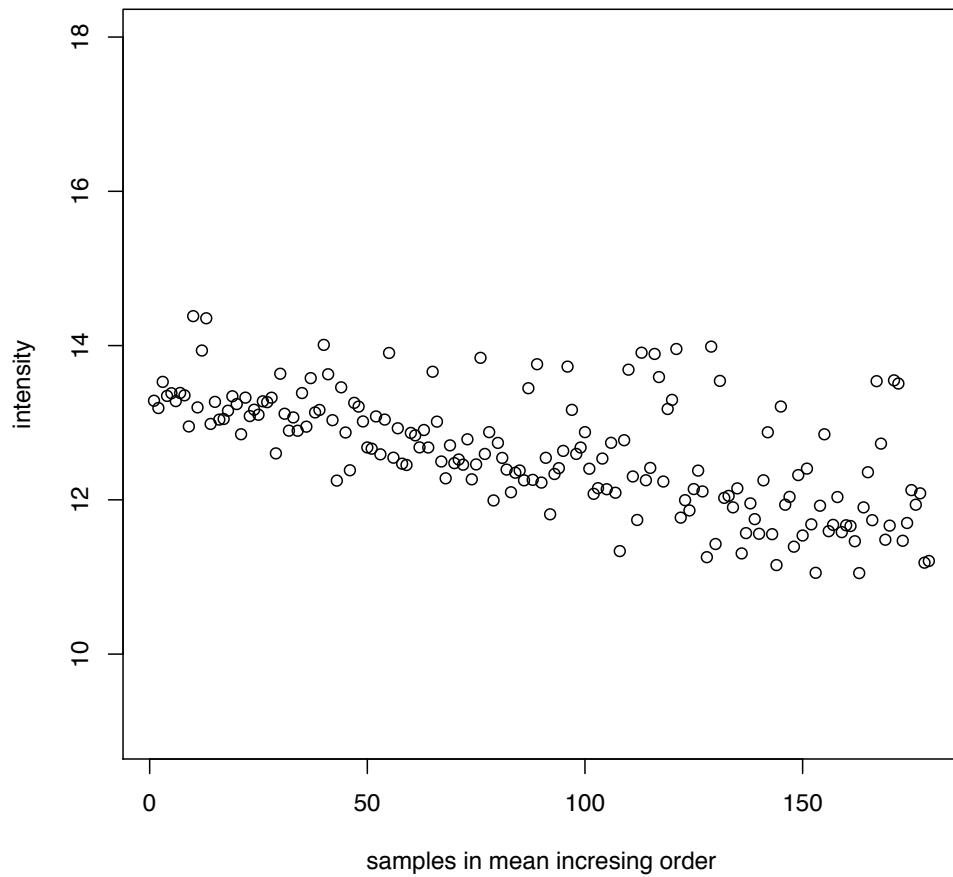

MAD_Dr_004_188992

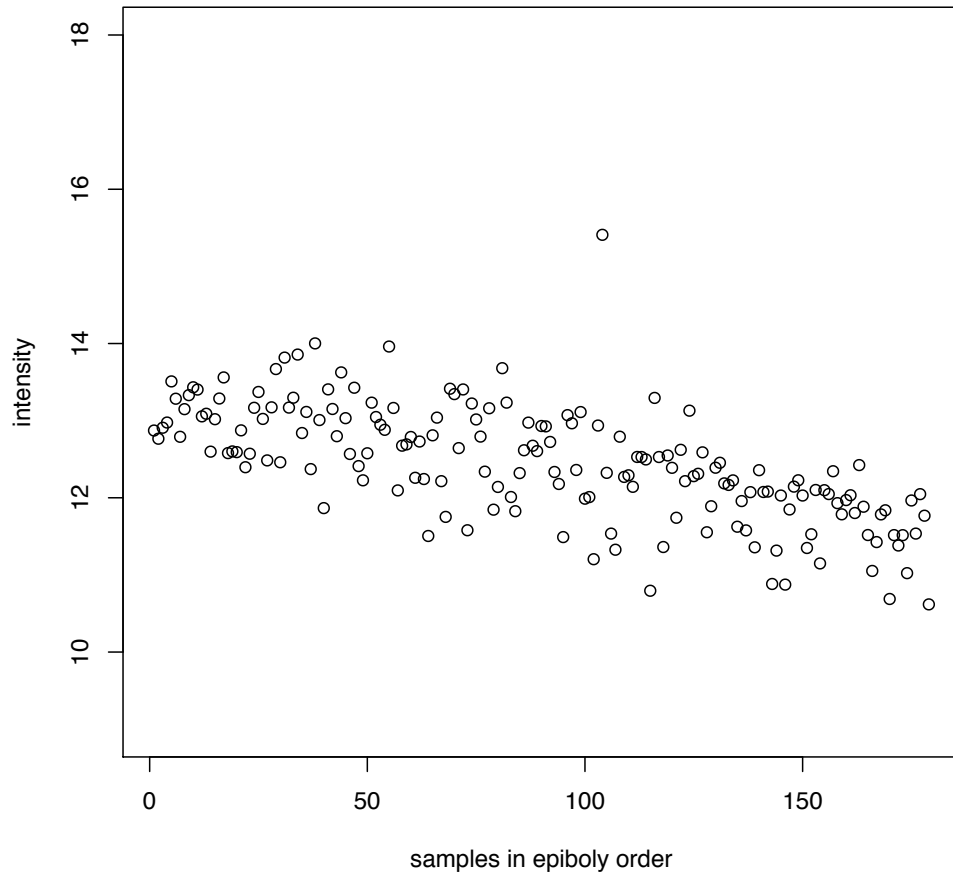

MAD_Dr_004_188992

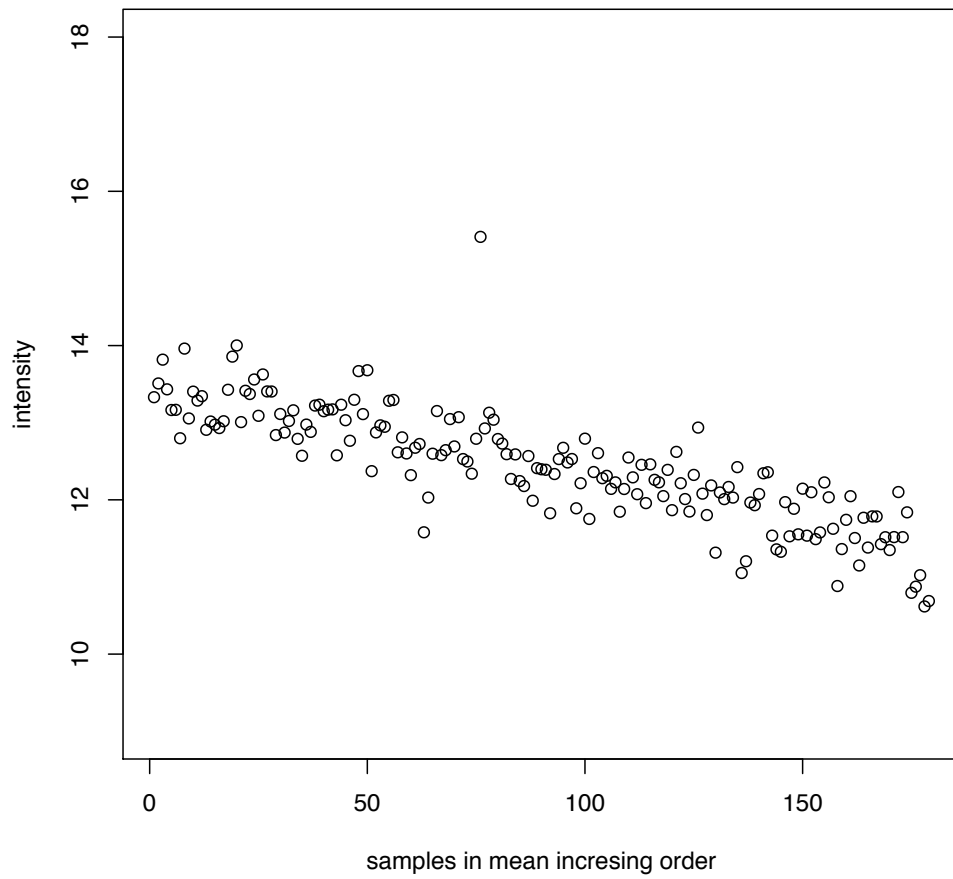

MAD_Dr_004_185290

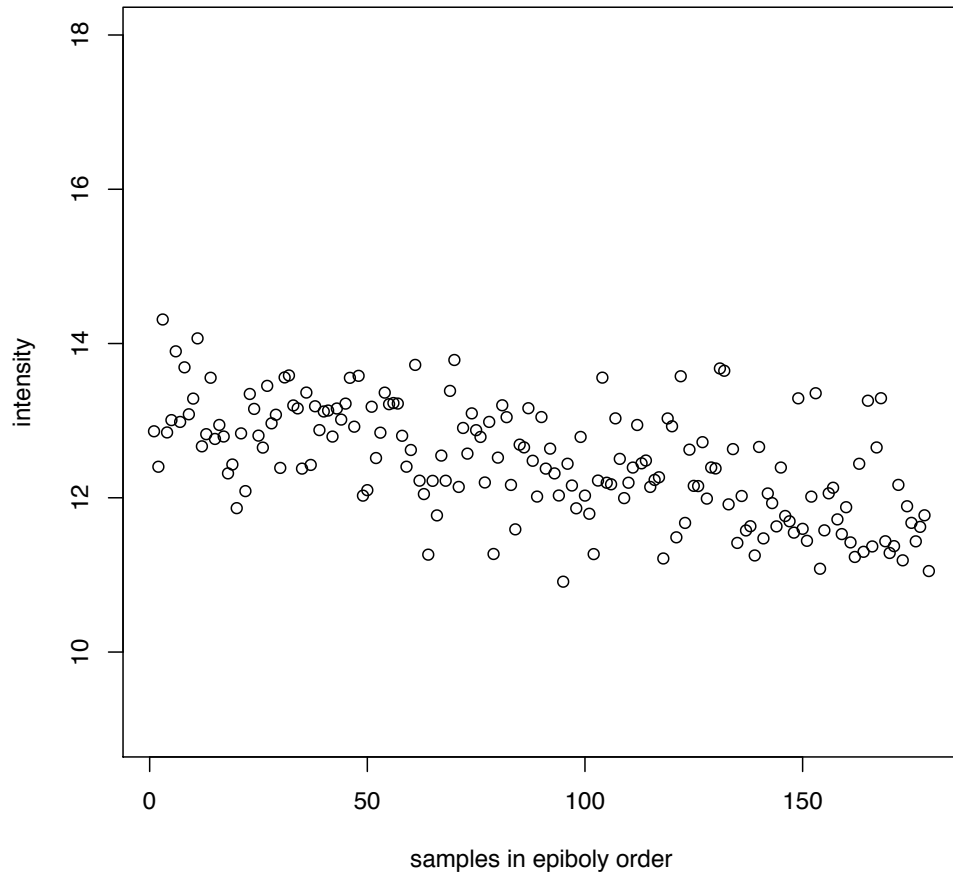

MAD_Dr_004_185290

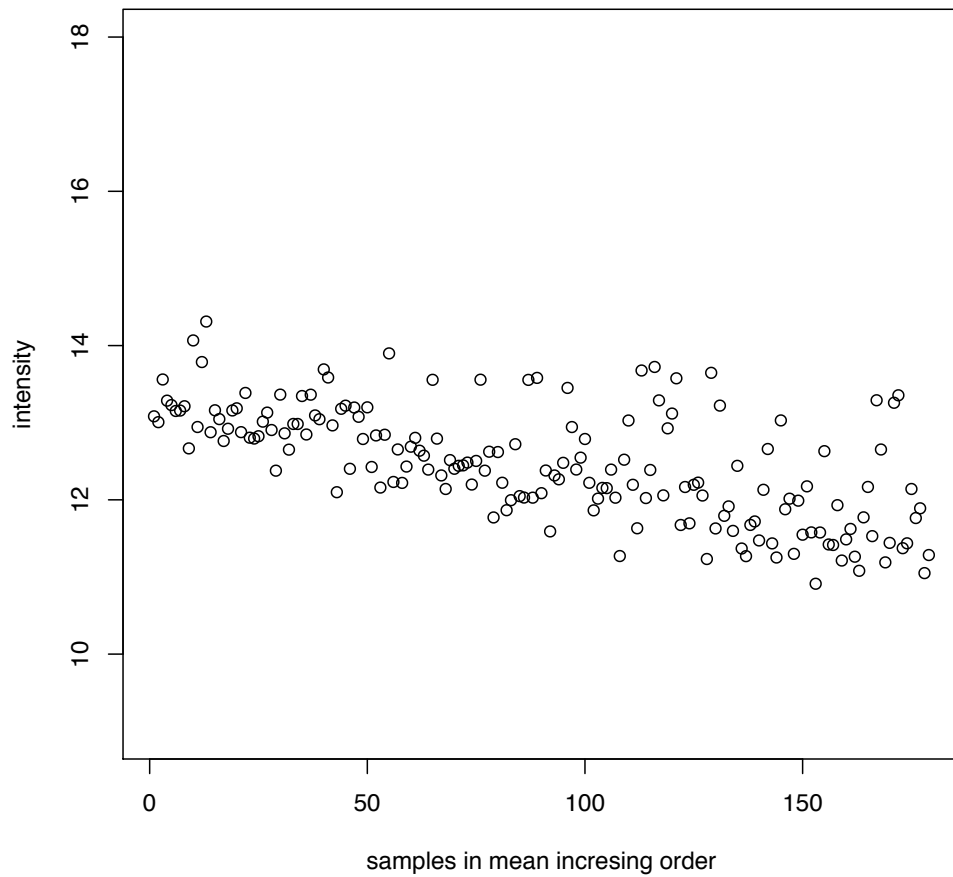

MAD_Dr_004_146926

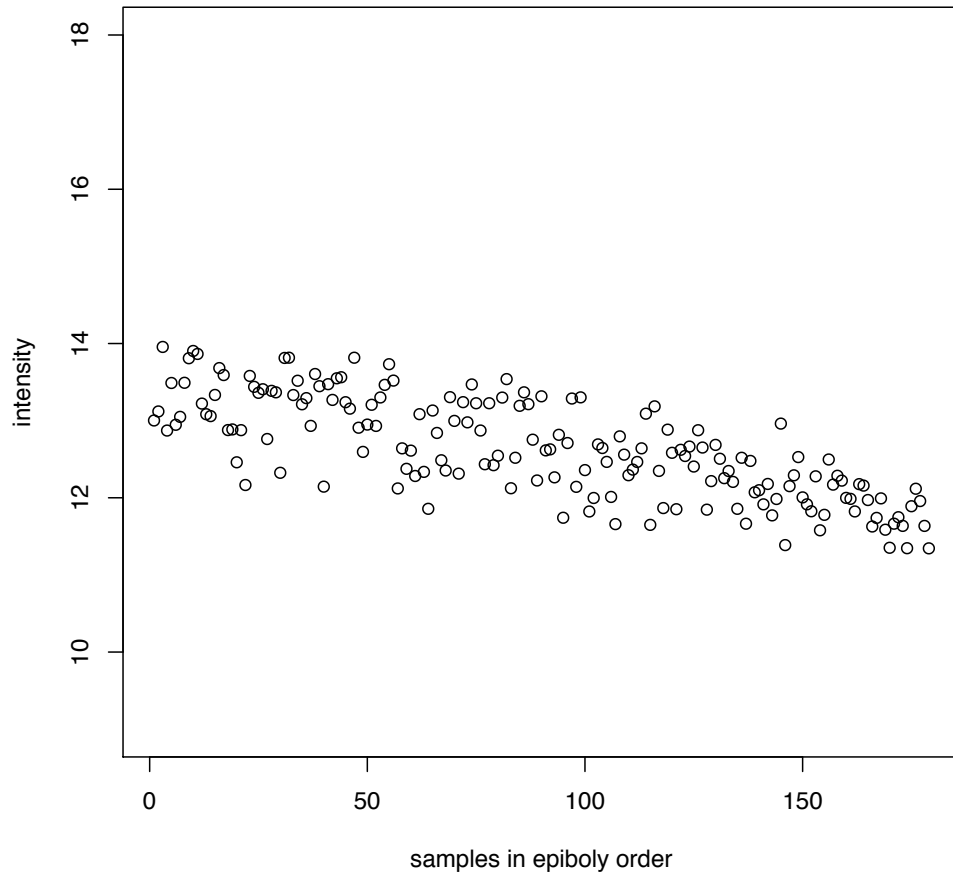

MAD_Dr_004_146926

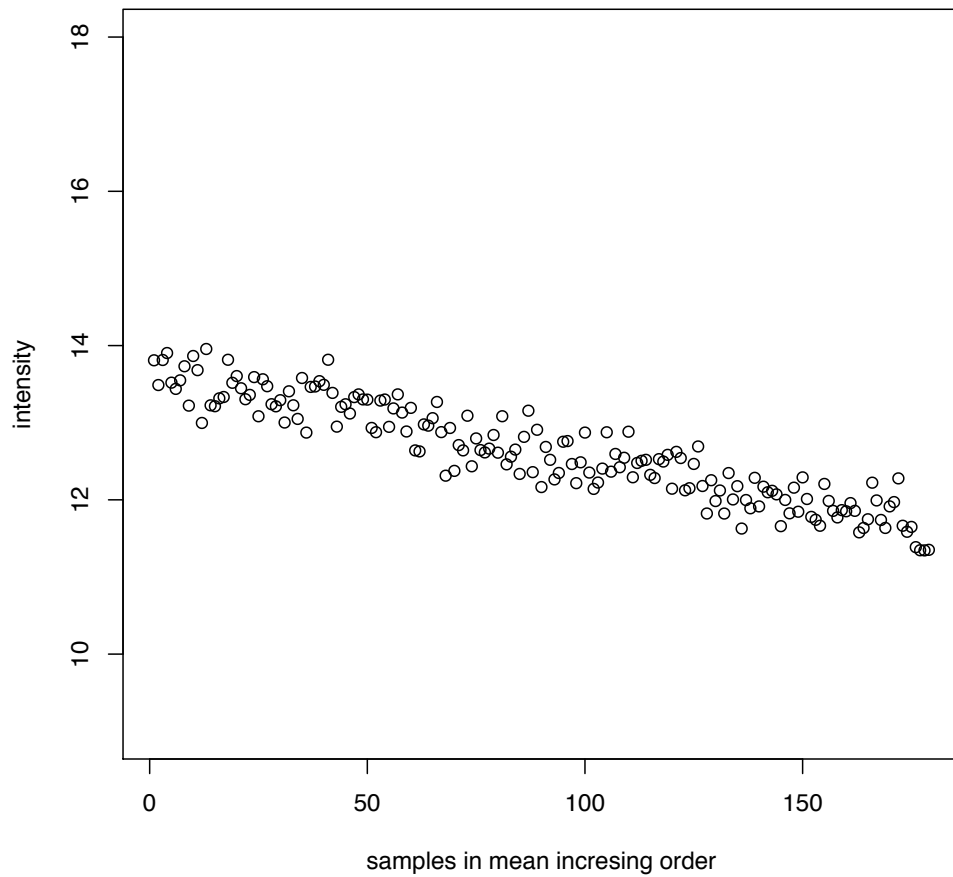

MAD_Dr_004_168380

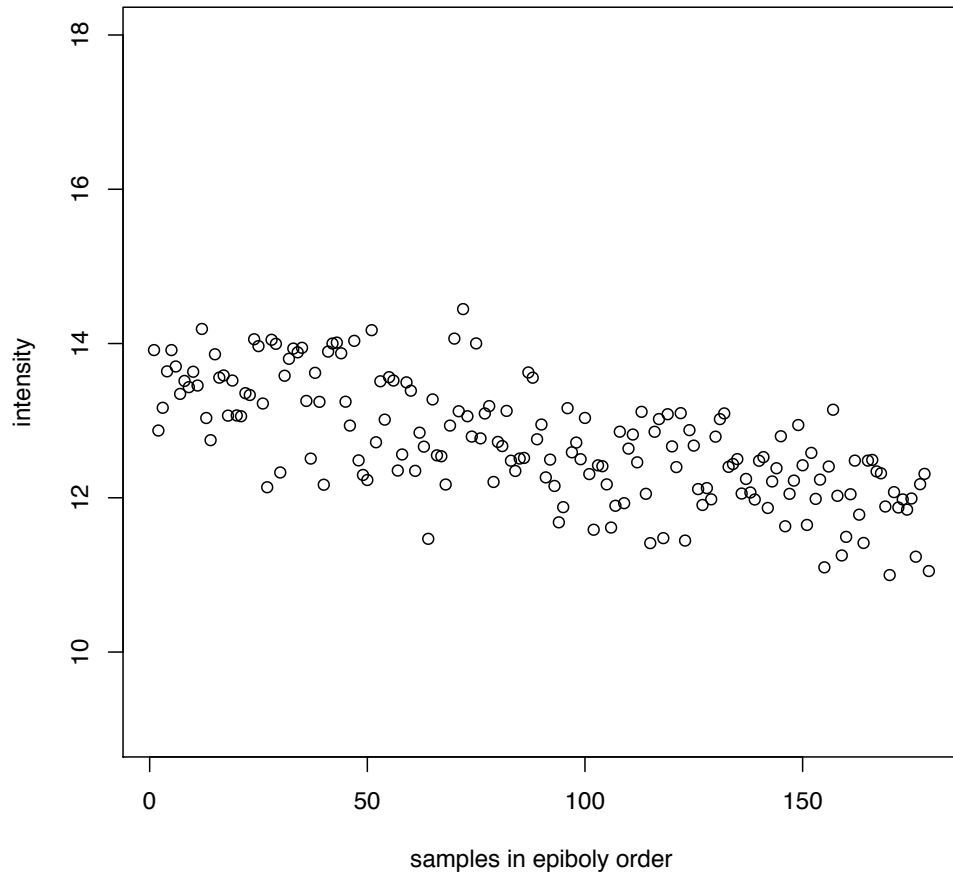

MAD_Dr_004_168380

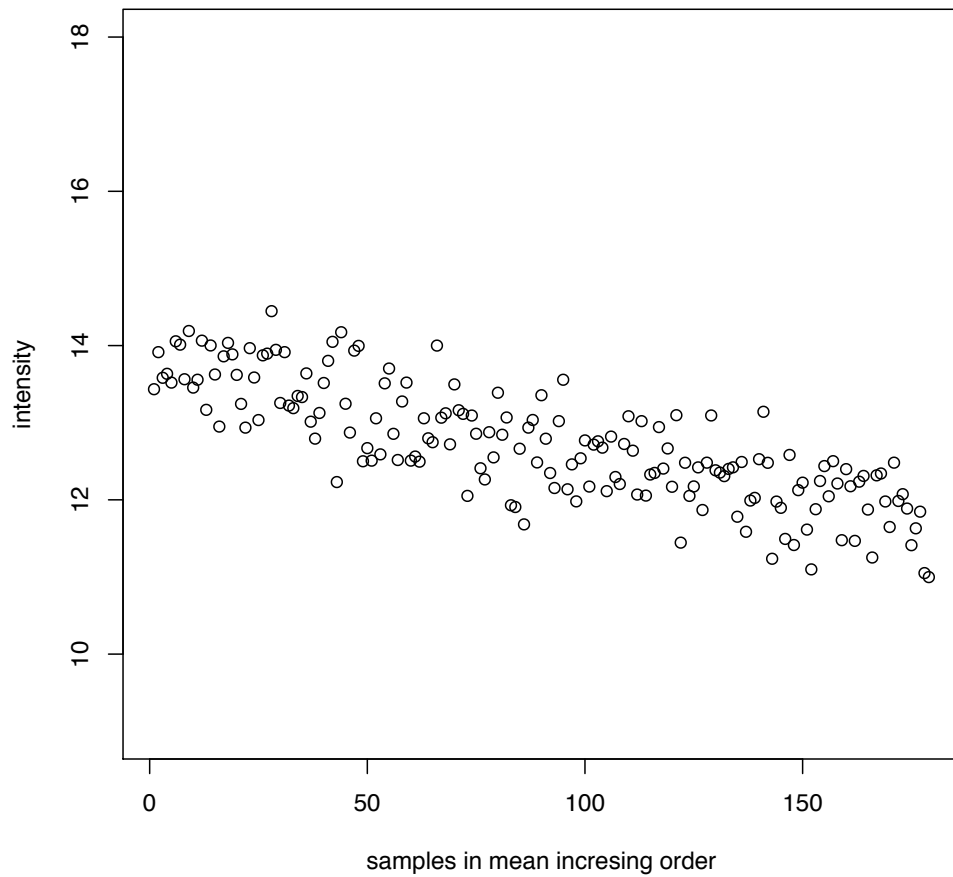

MAD_Dr_004_168641

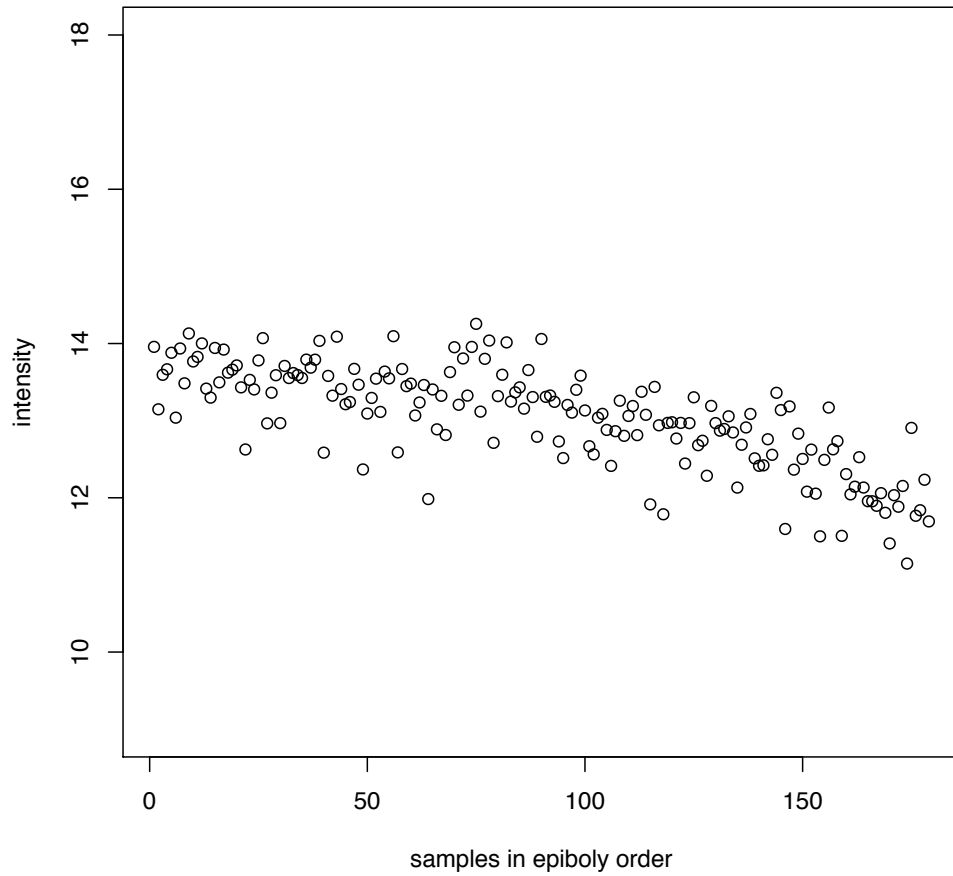

MAD_Dr_004_168641

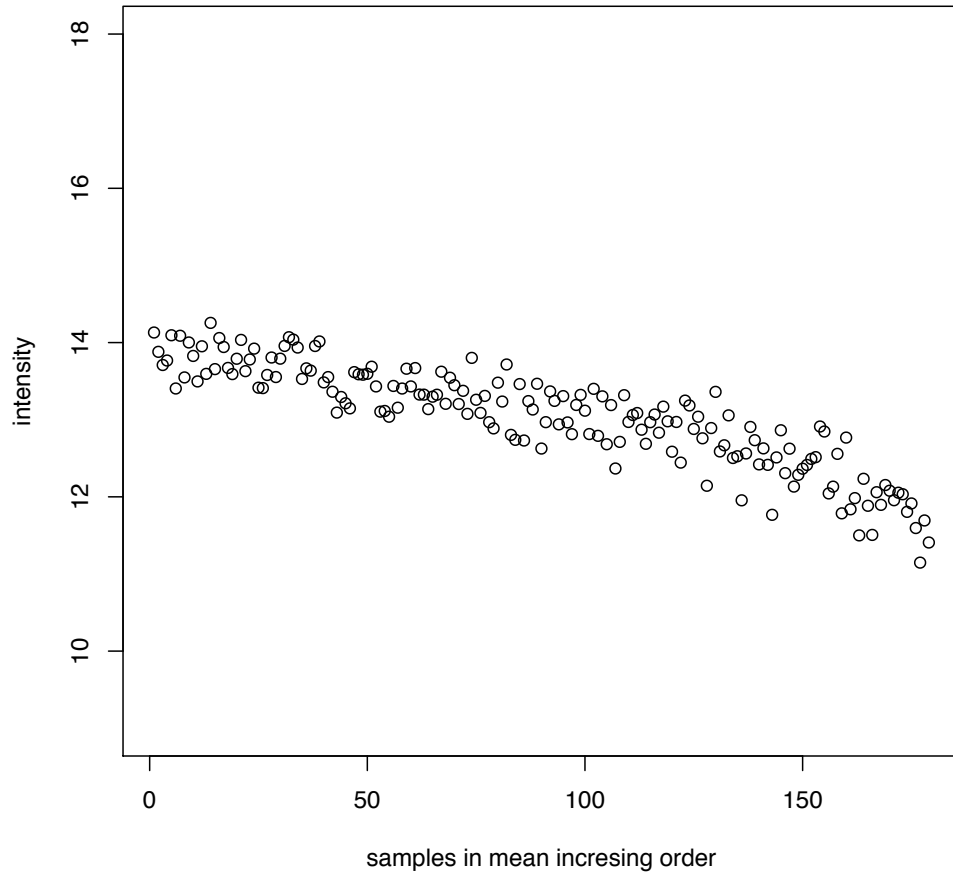

MAD_Dr_004_188671

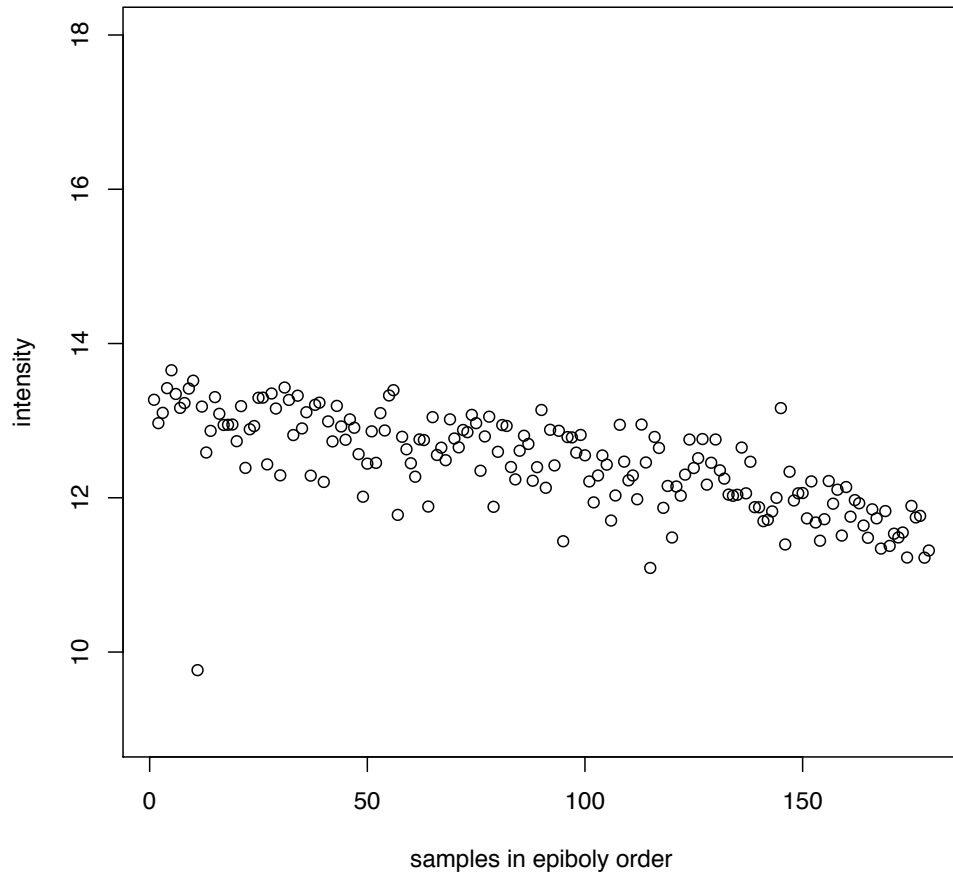

MAD_Dr_004_188671

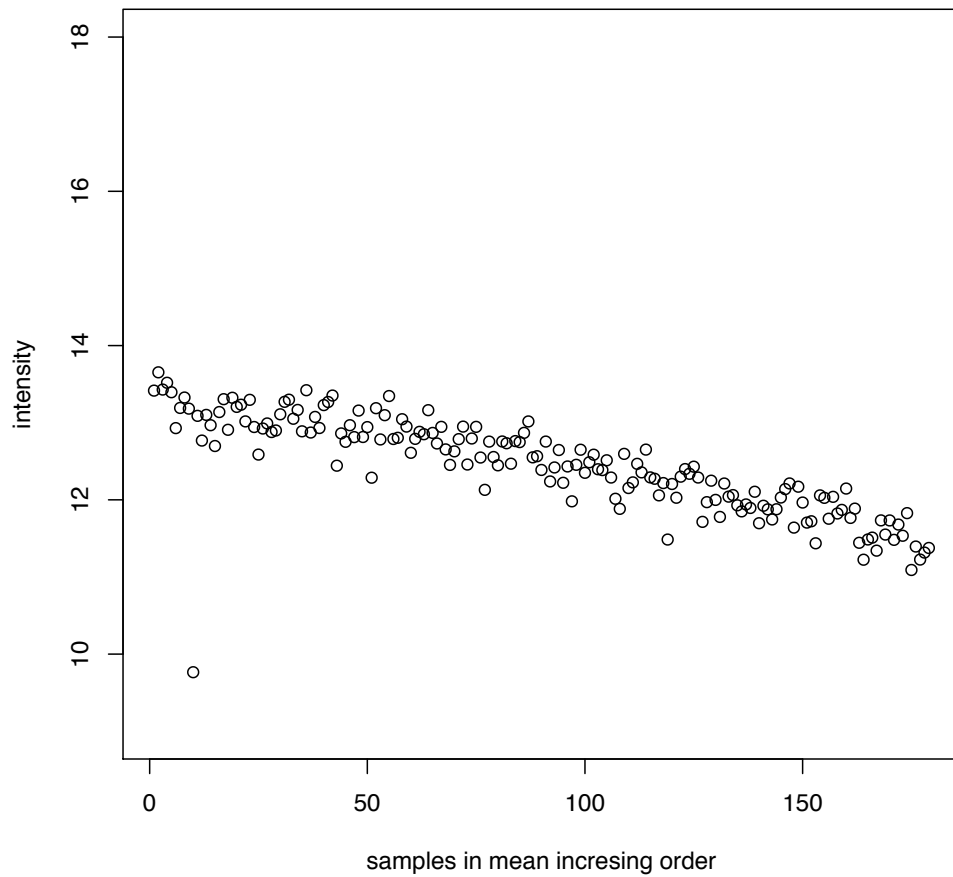

MAD_Dr_004_183570

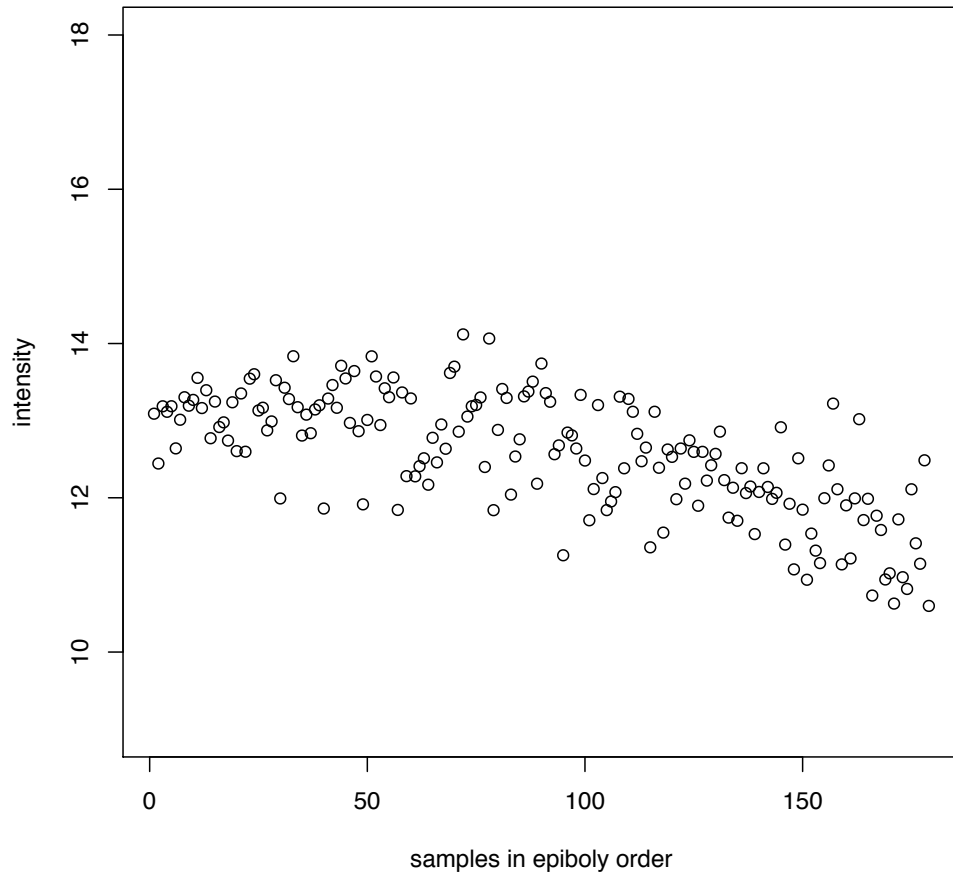

MAD_Dr_004_183570

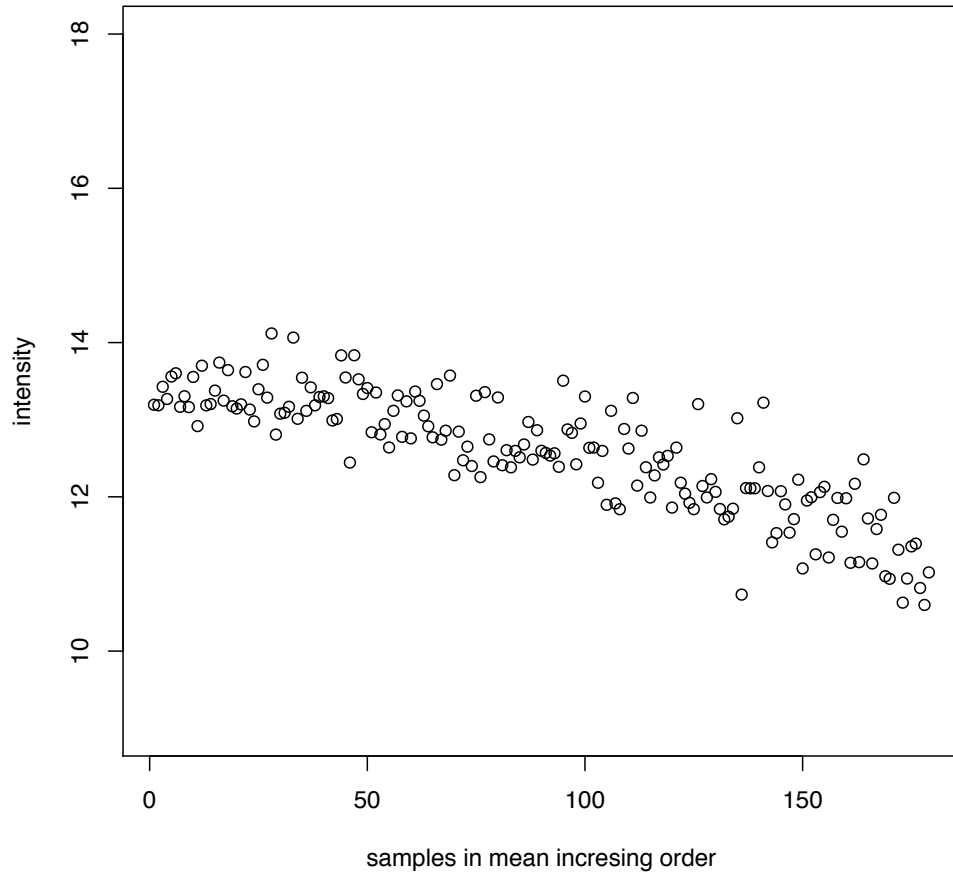

MAD_Dr_004_109558

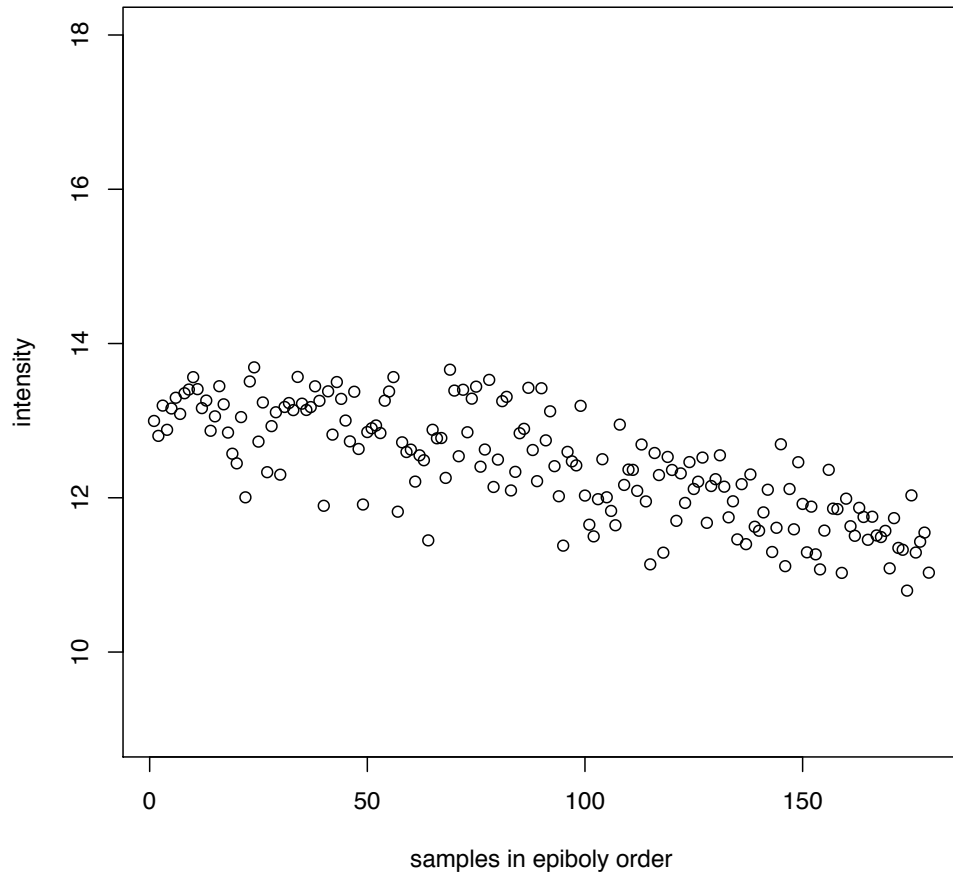

MAD_Dr_004_109558

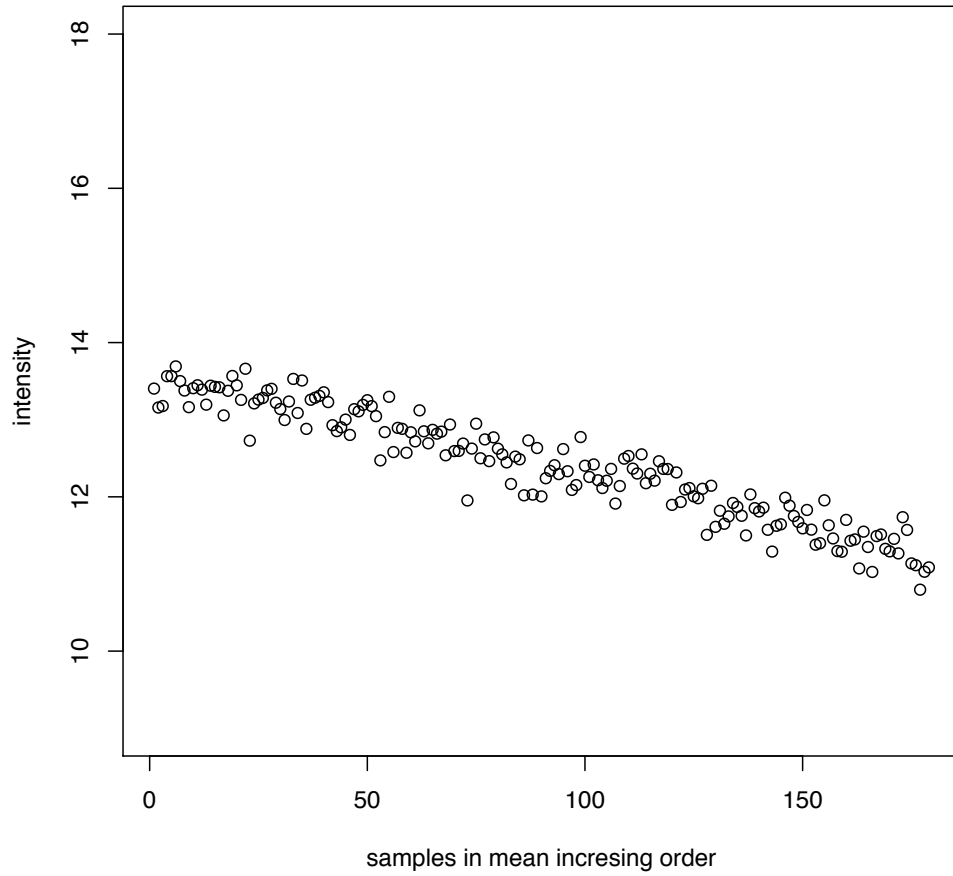

MAD_Dr_004_174190

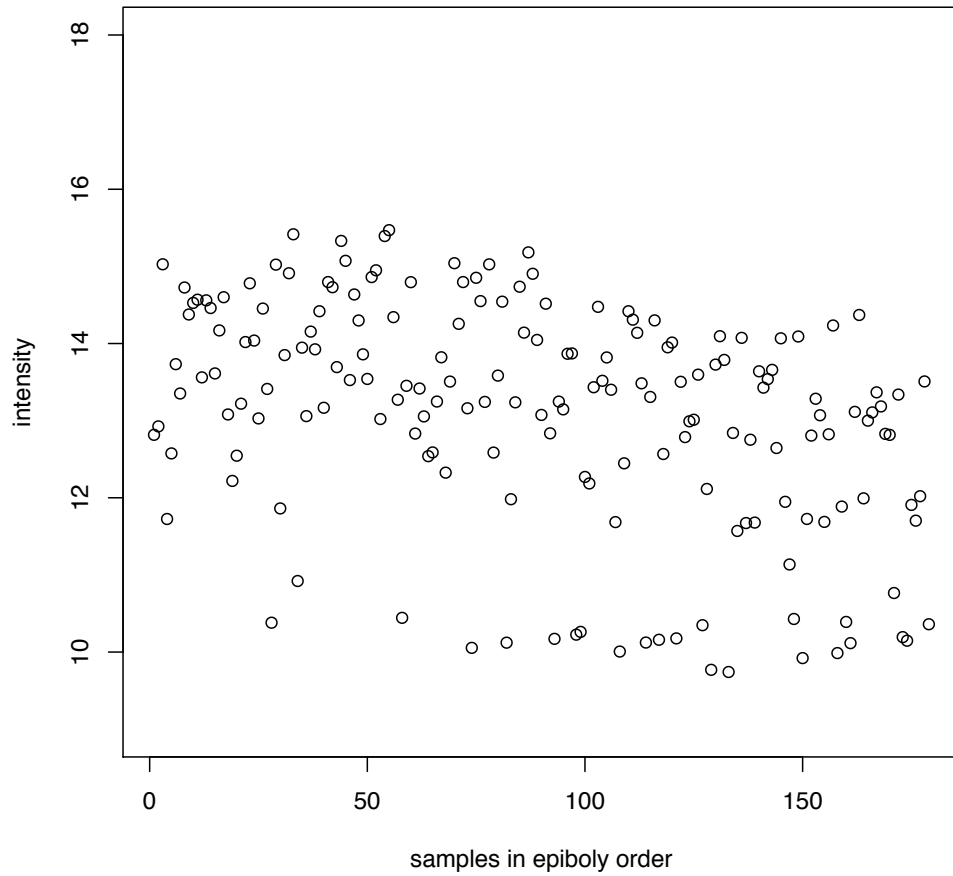

MAD_Dr_004_174190

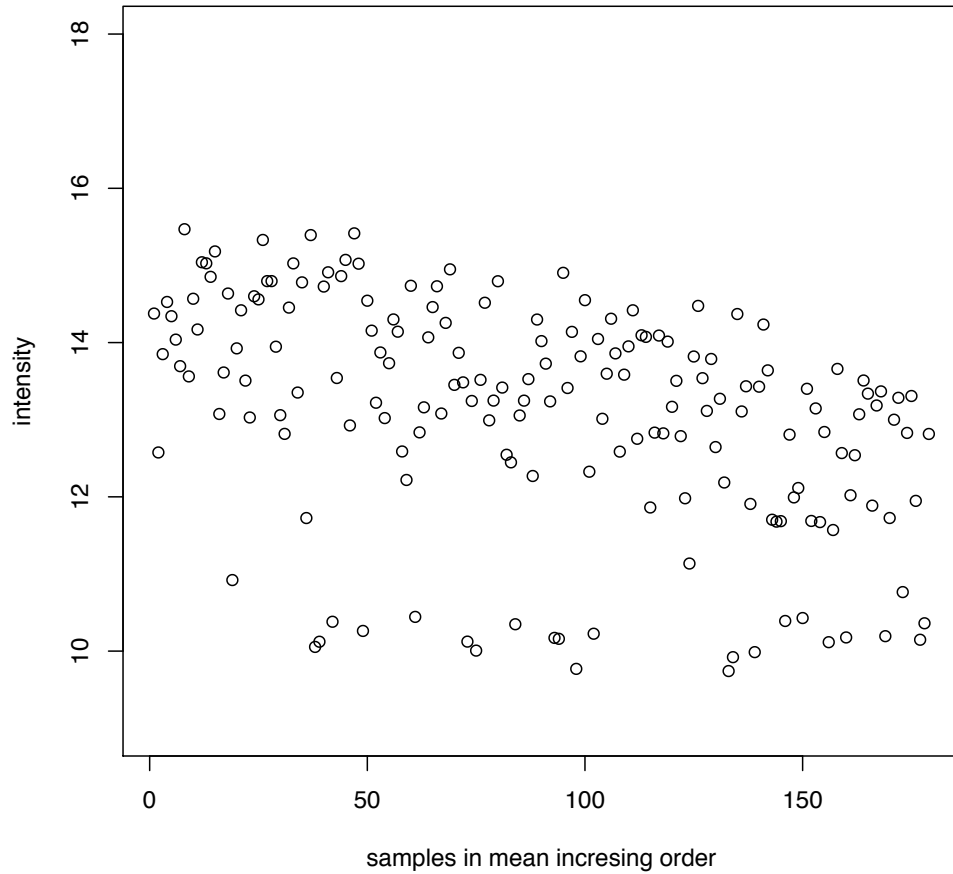

MAD_Dr_004_160634

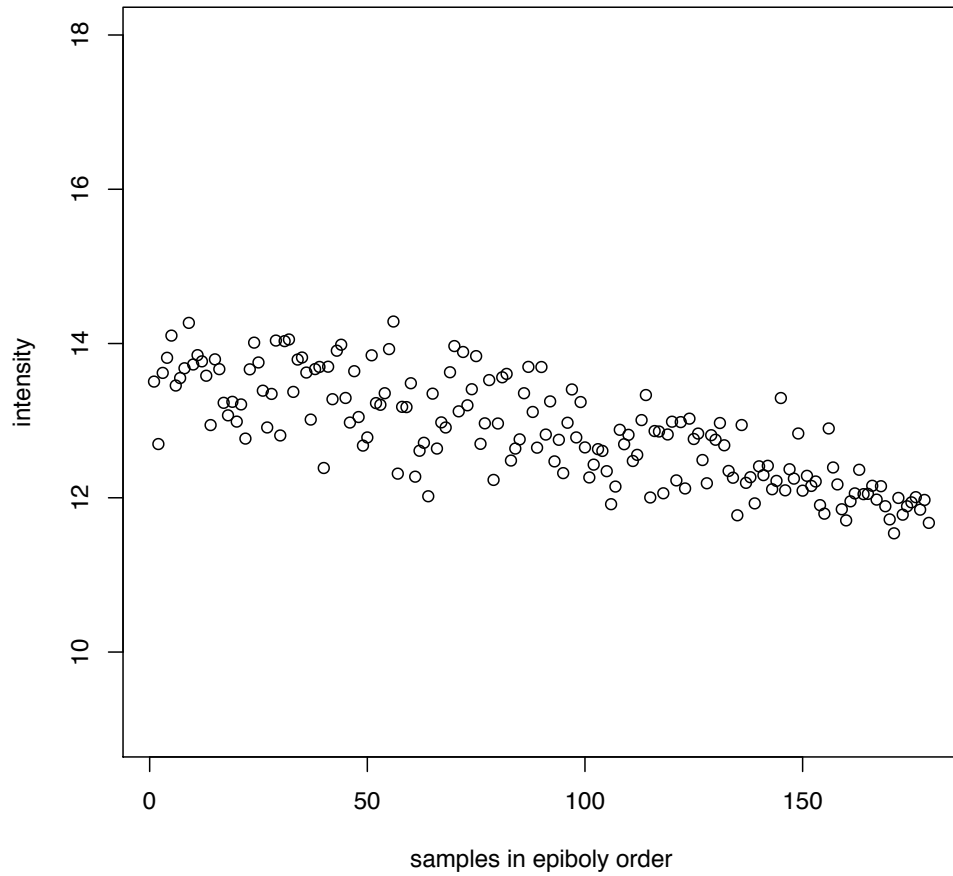

MAD_Dr_004_160634

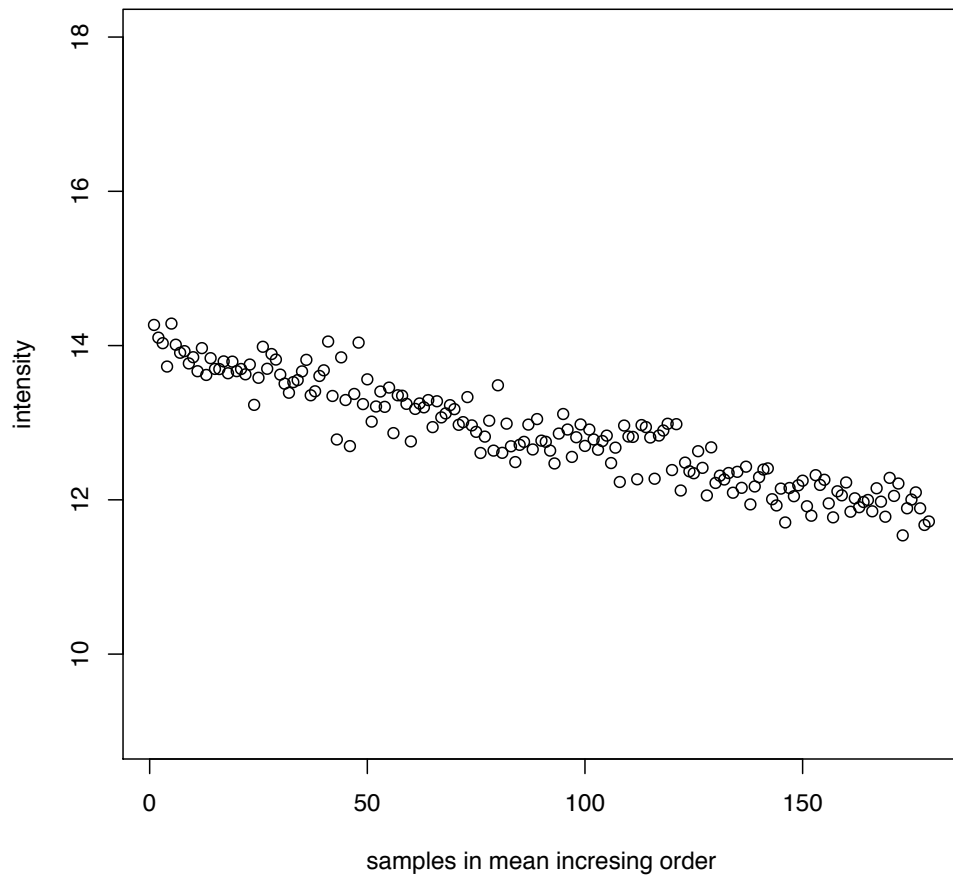

MAD_Dr_004_503288

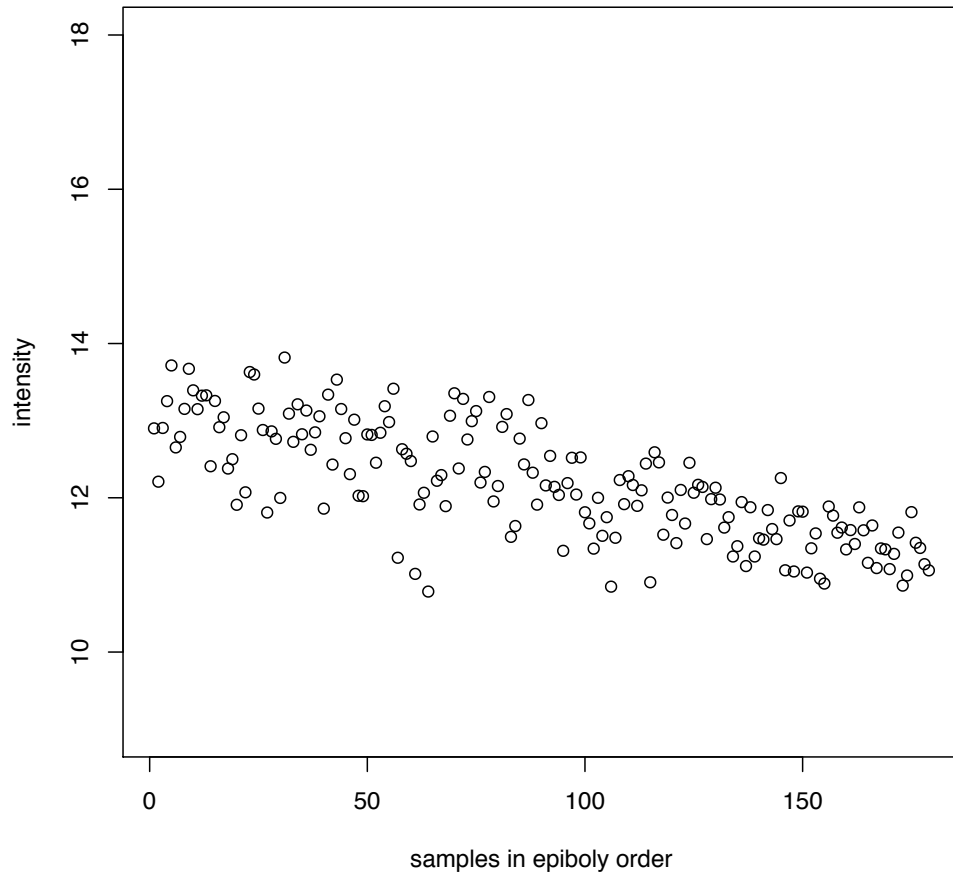

MAD_Dr_004_503288

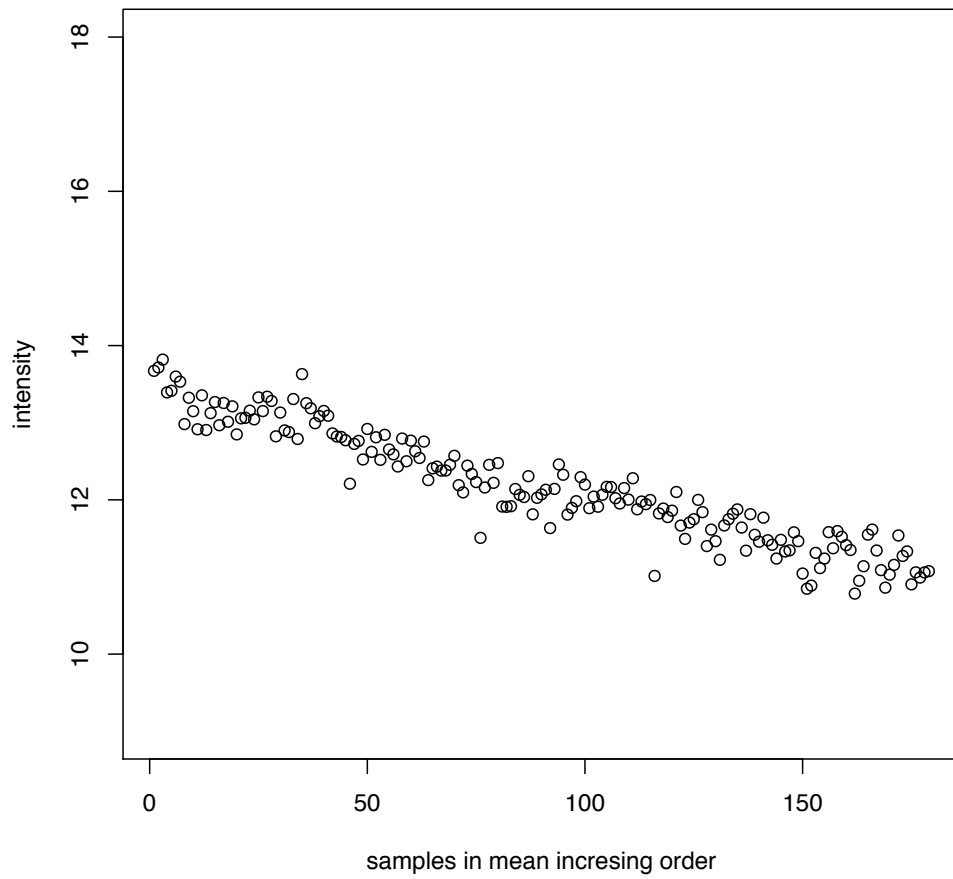

MAD_Dr_004_157691

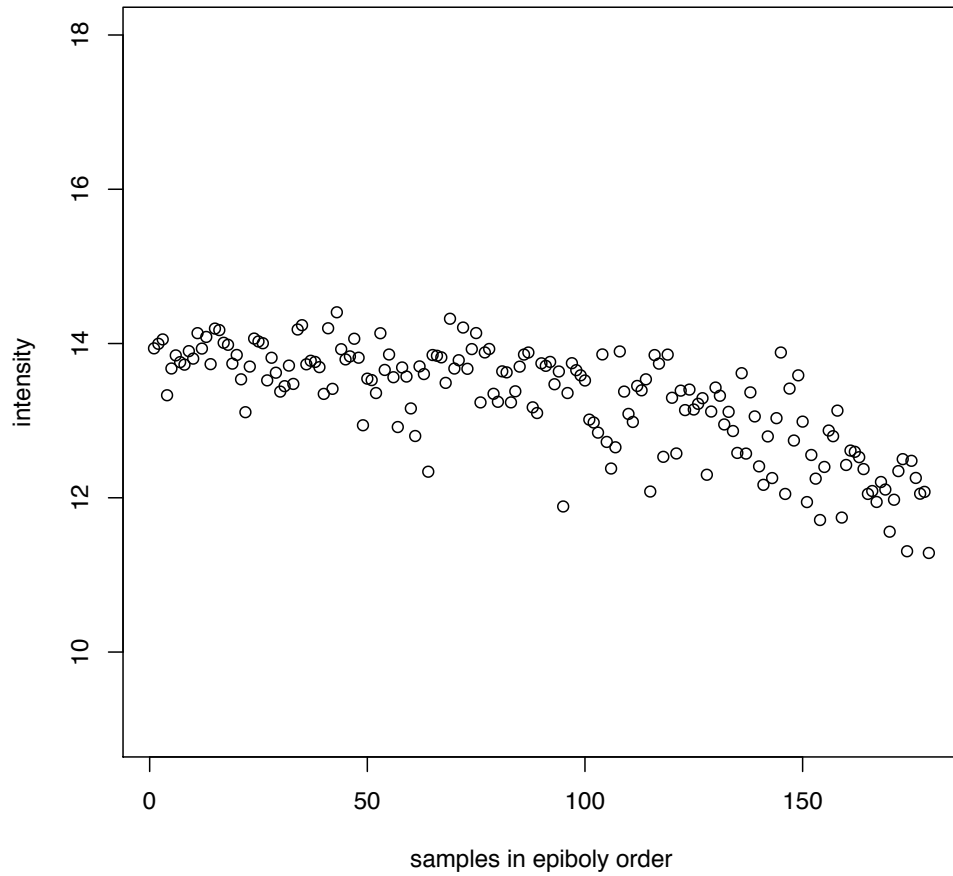

MAD_Dr_004_157691

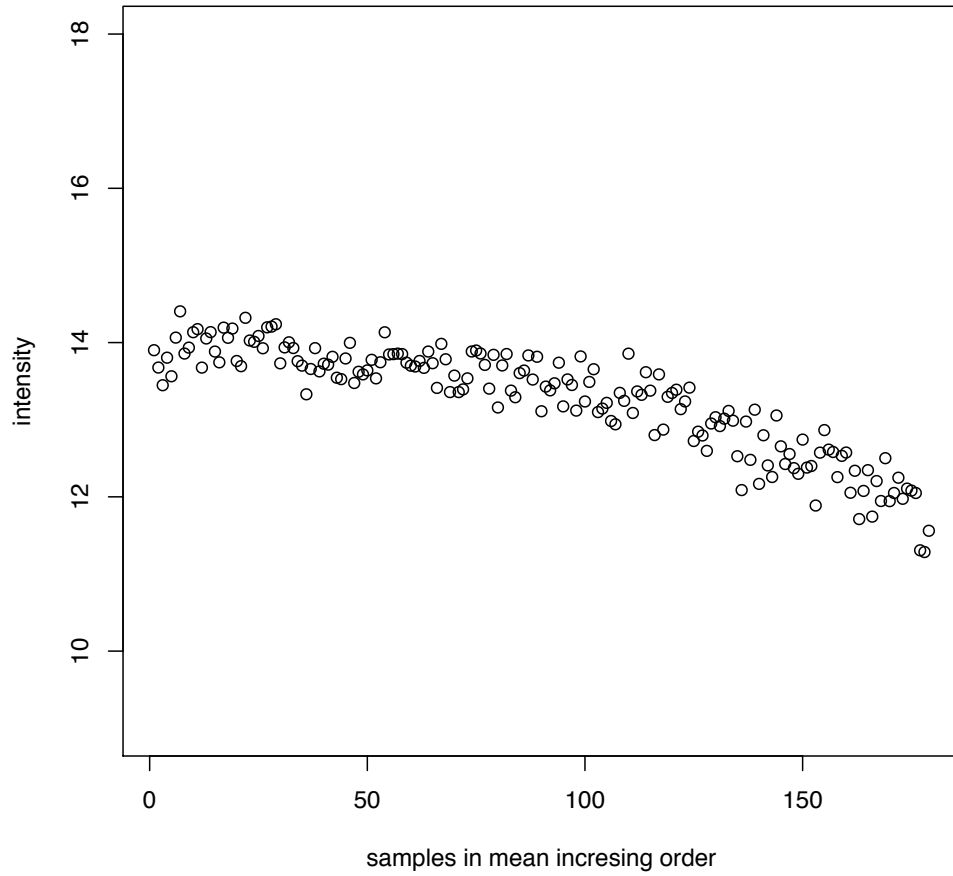

MAD_Dr_004_161419

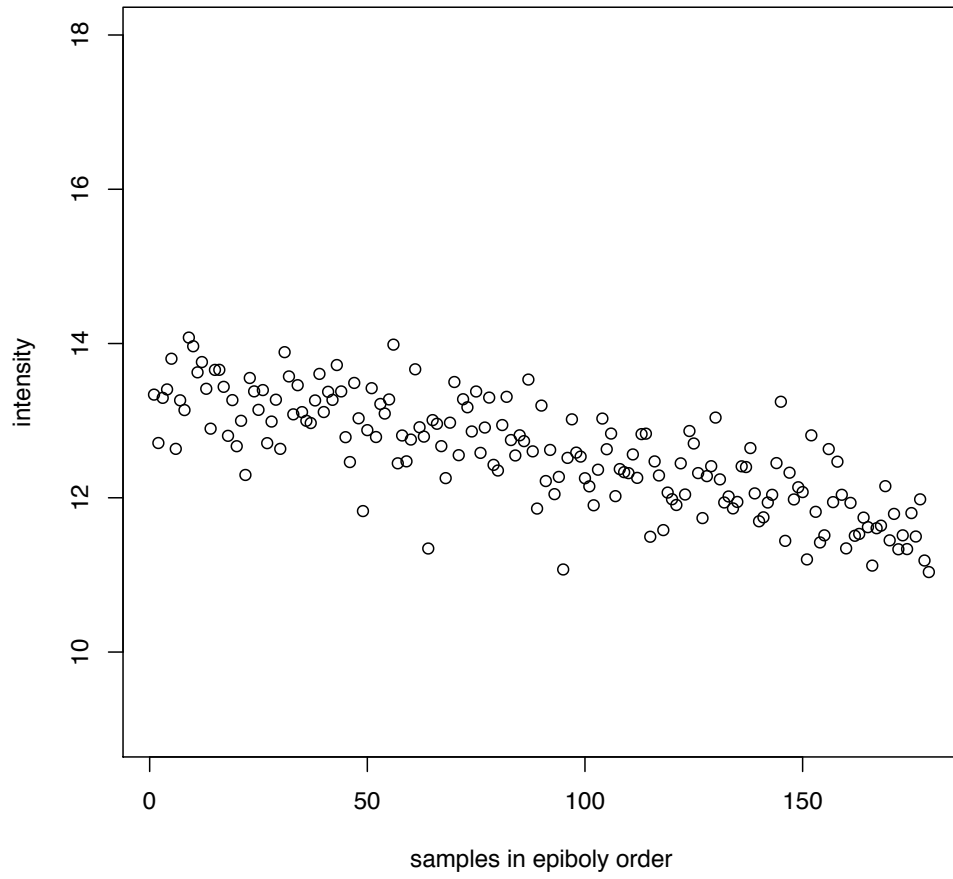

MAD_Dr_004_161419

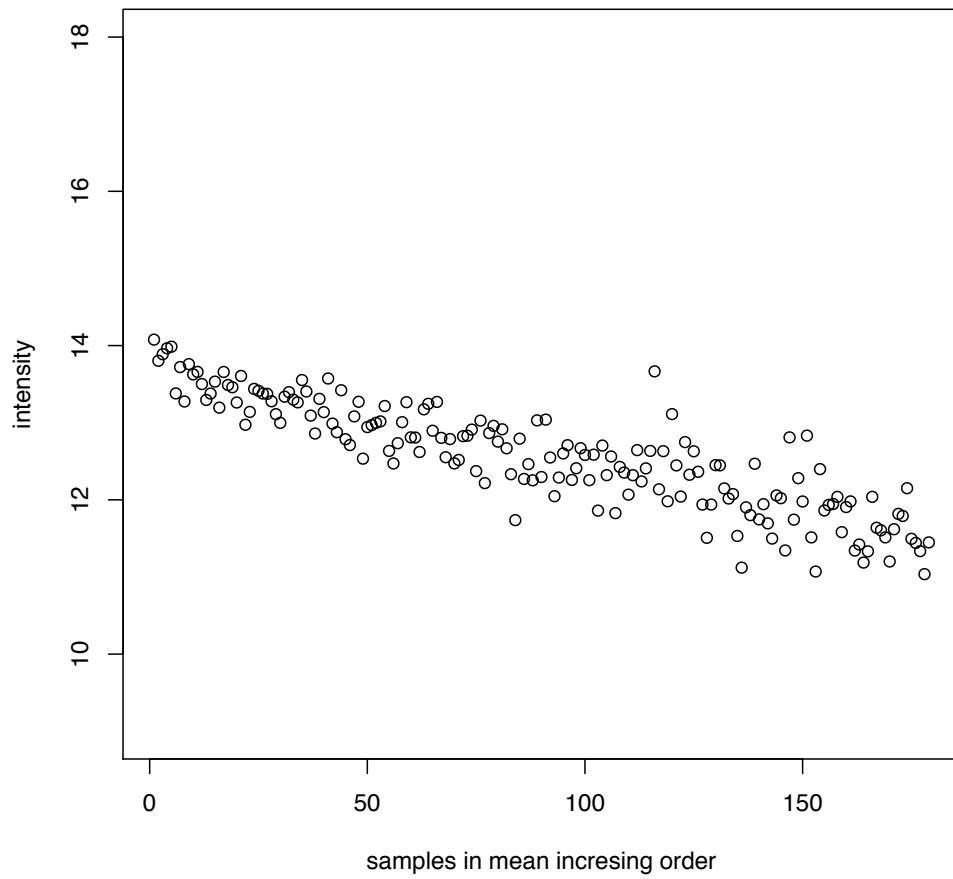

MAD_Dr_004_185356

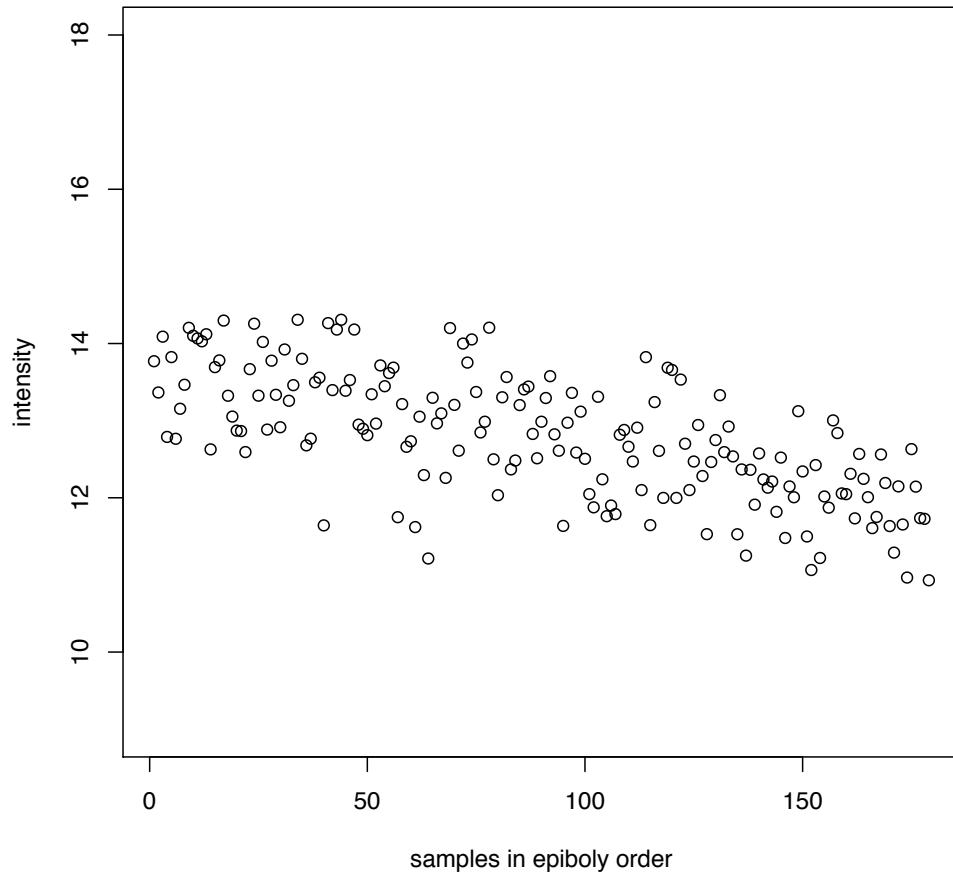

MAD_Dr_004_185356

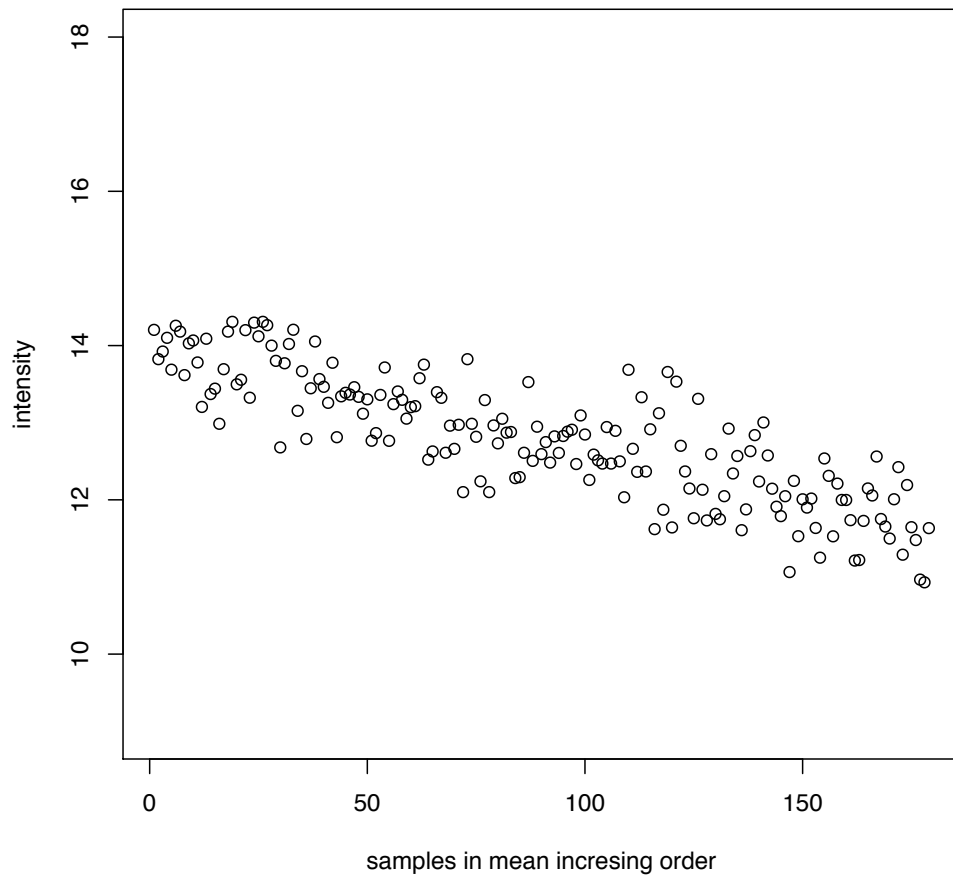

MAD_Dr_004_165964

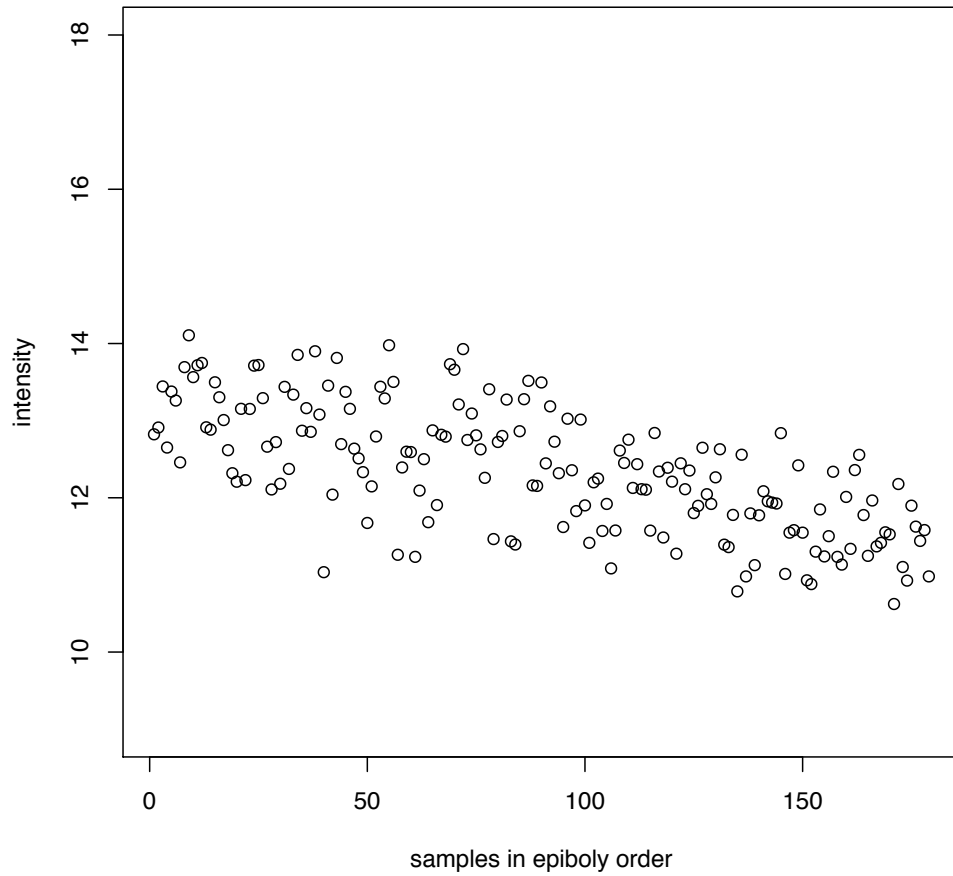

MAD_Dr_004_165964

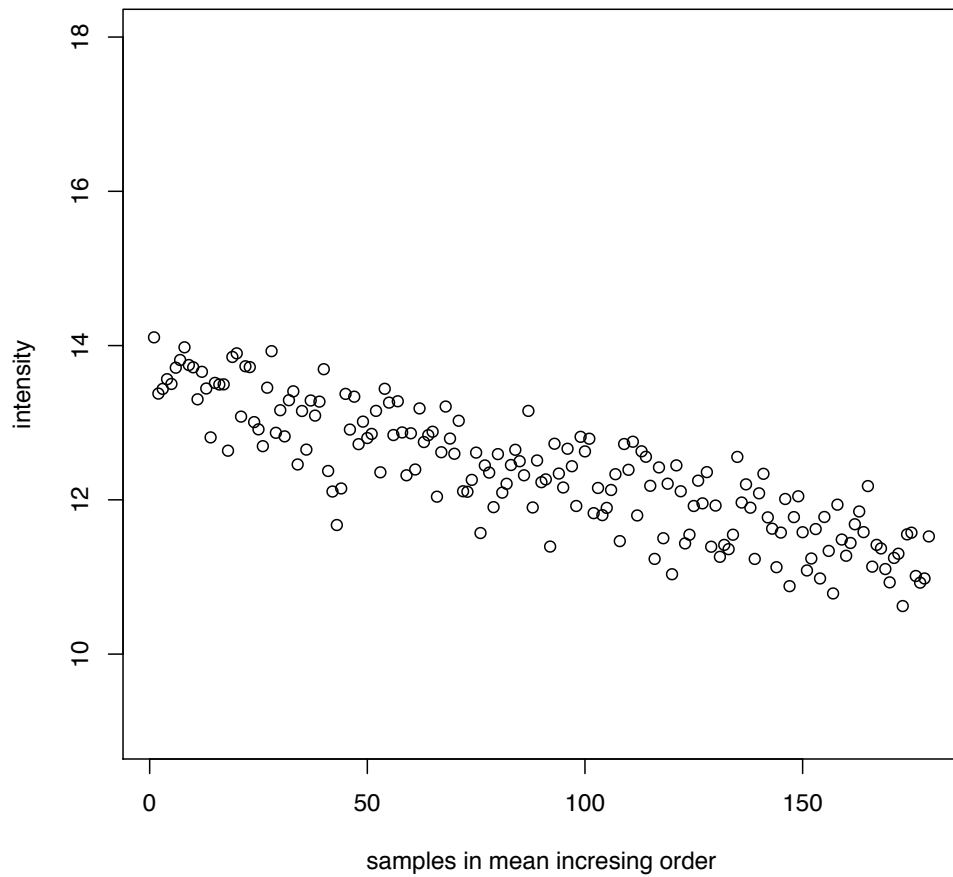

MAD_Dr_004_109750

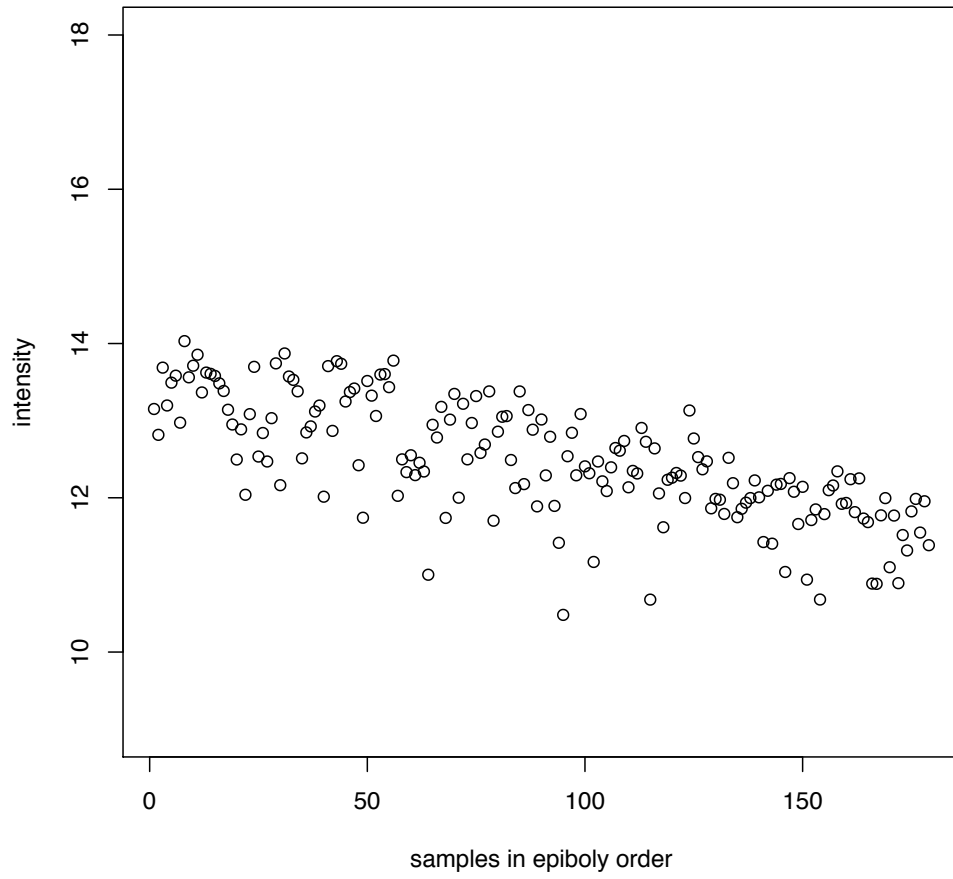

MAD_Dr_004_109750

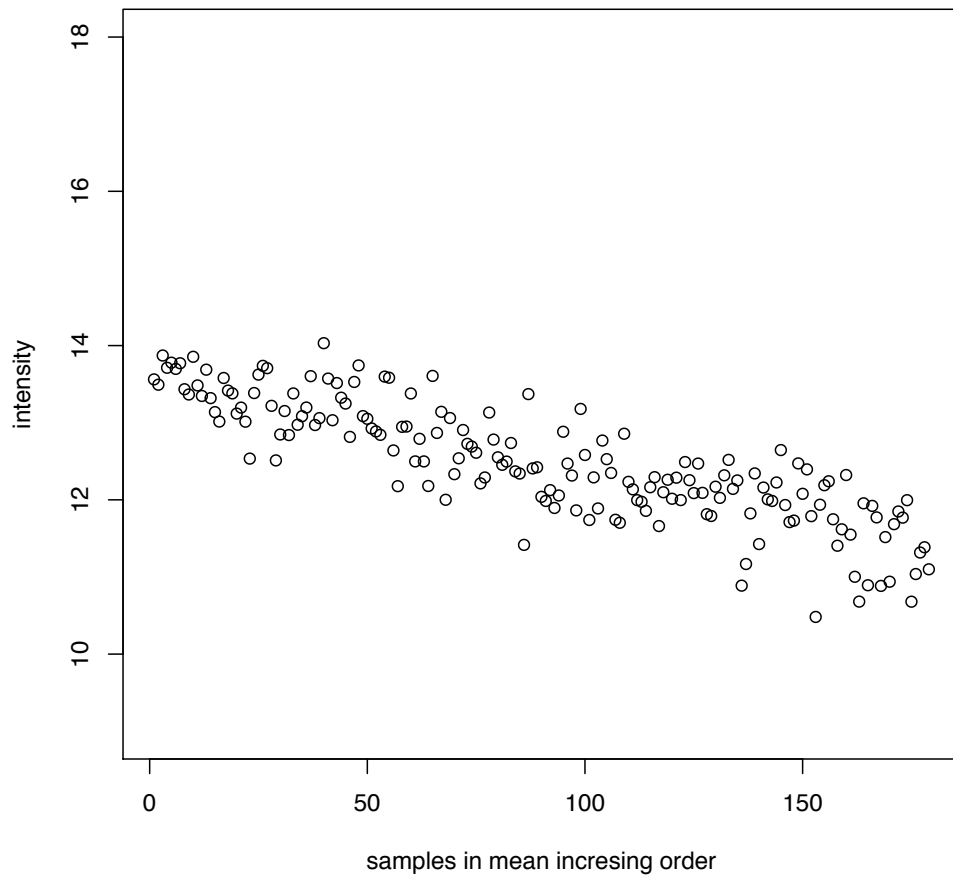

MAD_Dr_004_147199

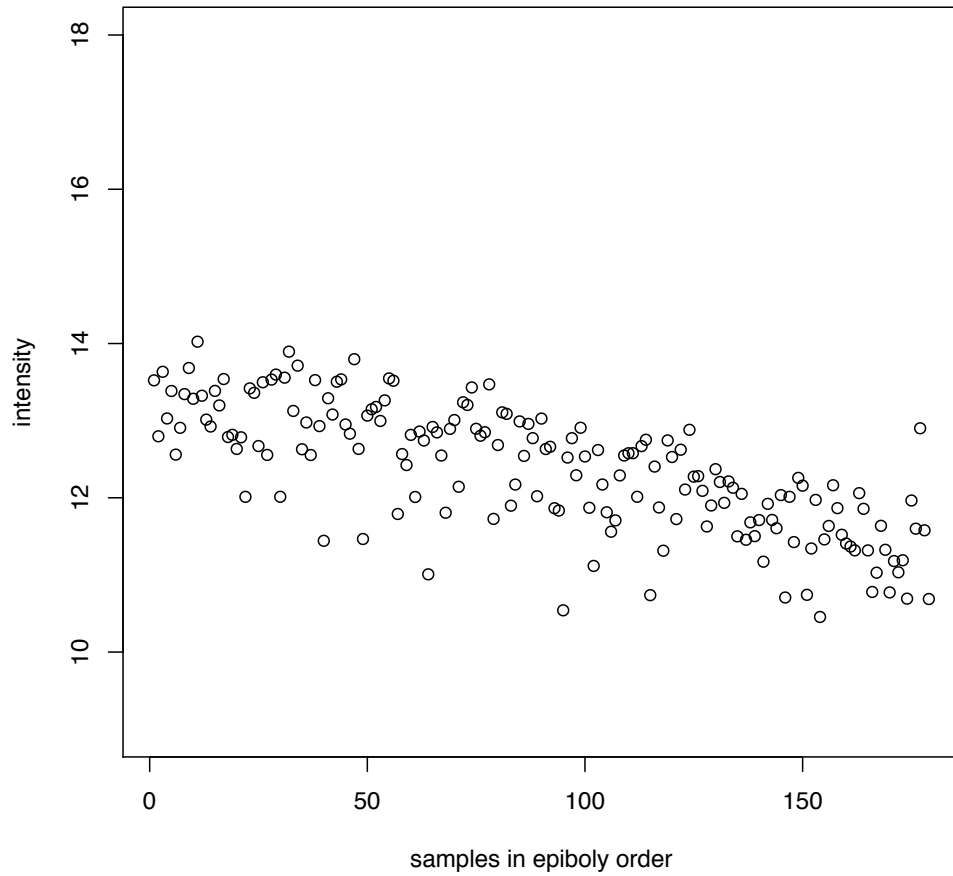

MAD_Dr_004_147199

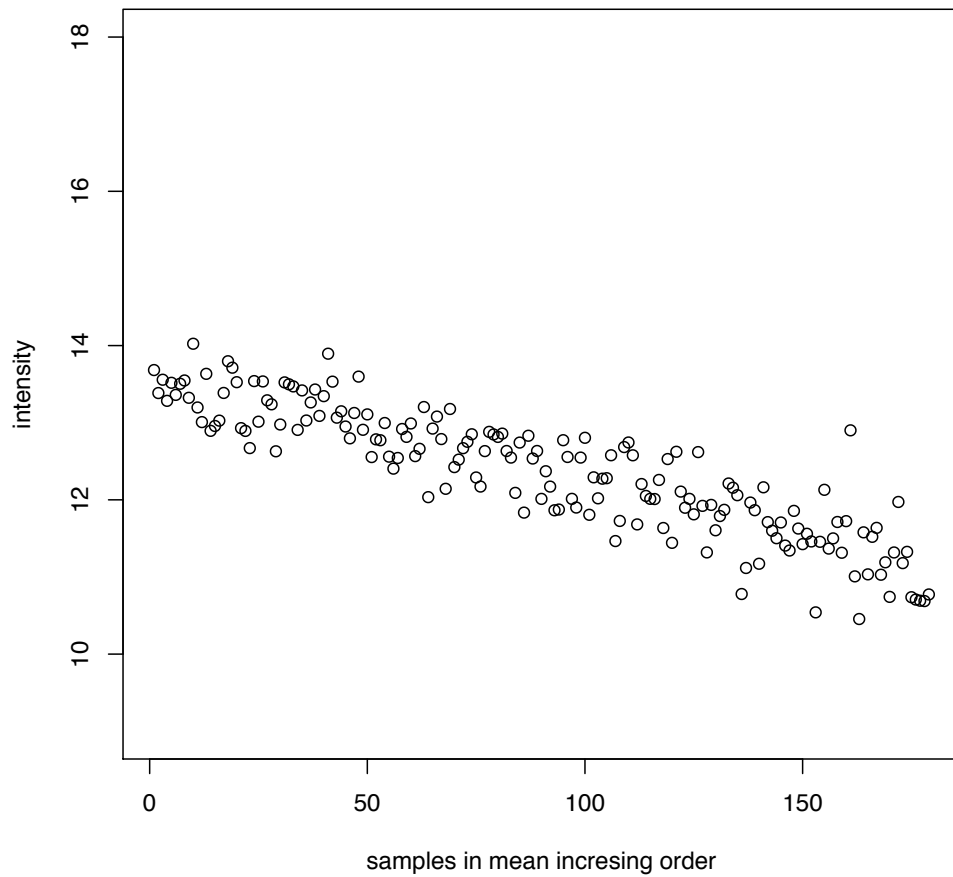

MAD_Dr_004_117939

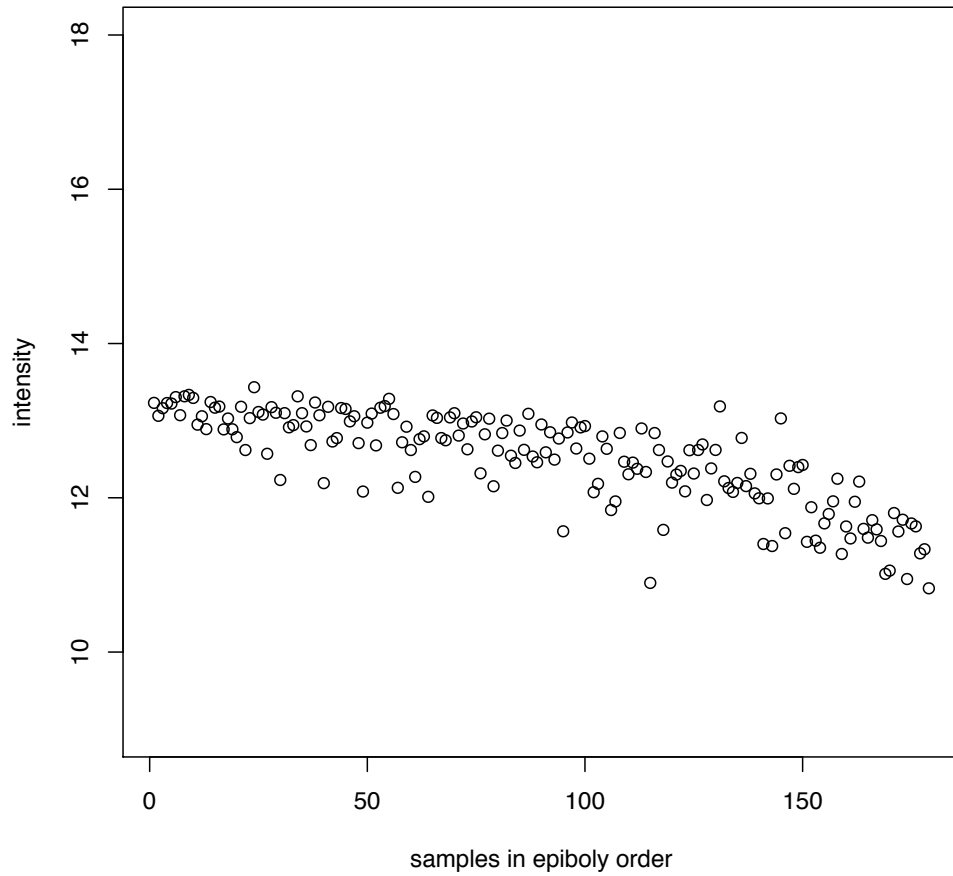

MAD_Dr_004_117939

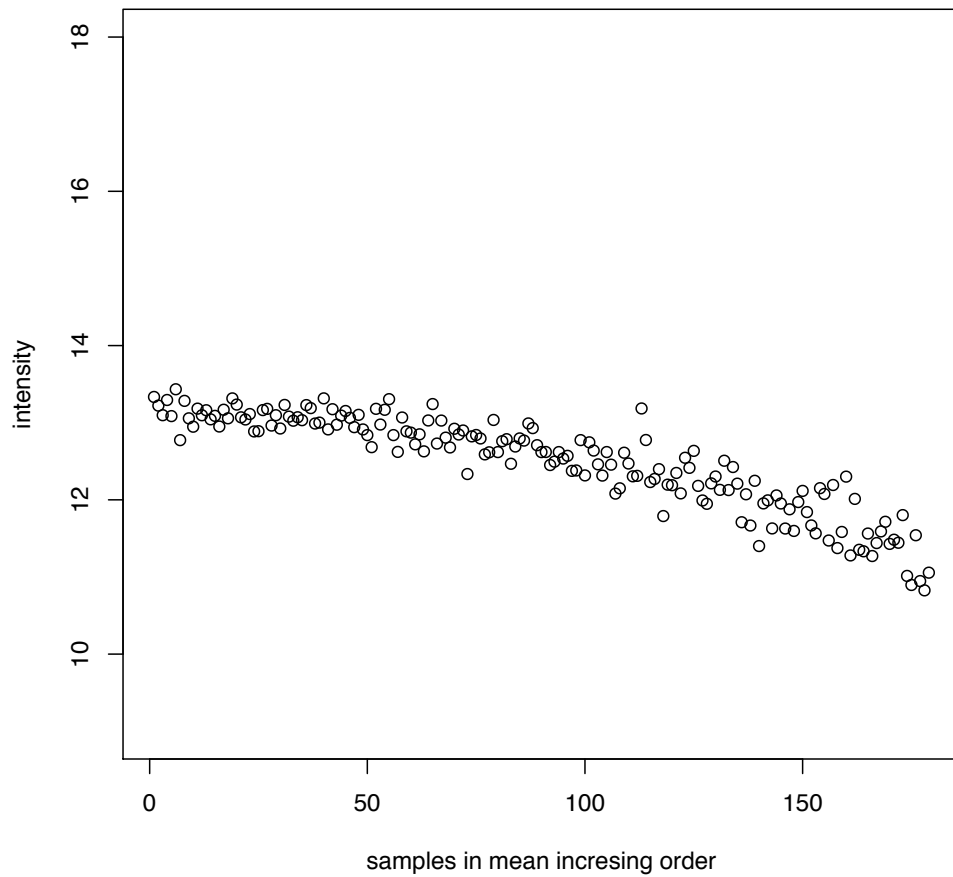

MAD_Dr_004_157206

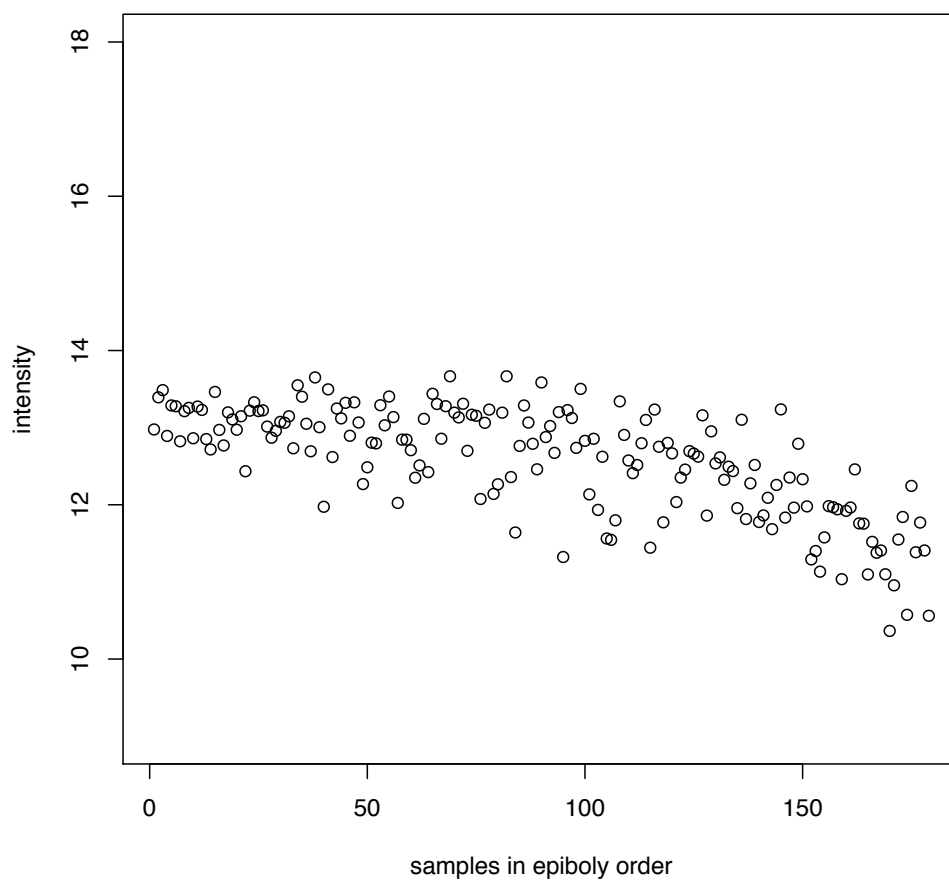

MAD_Dr_004_157206

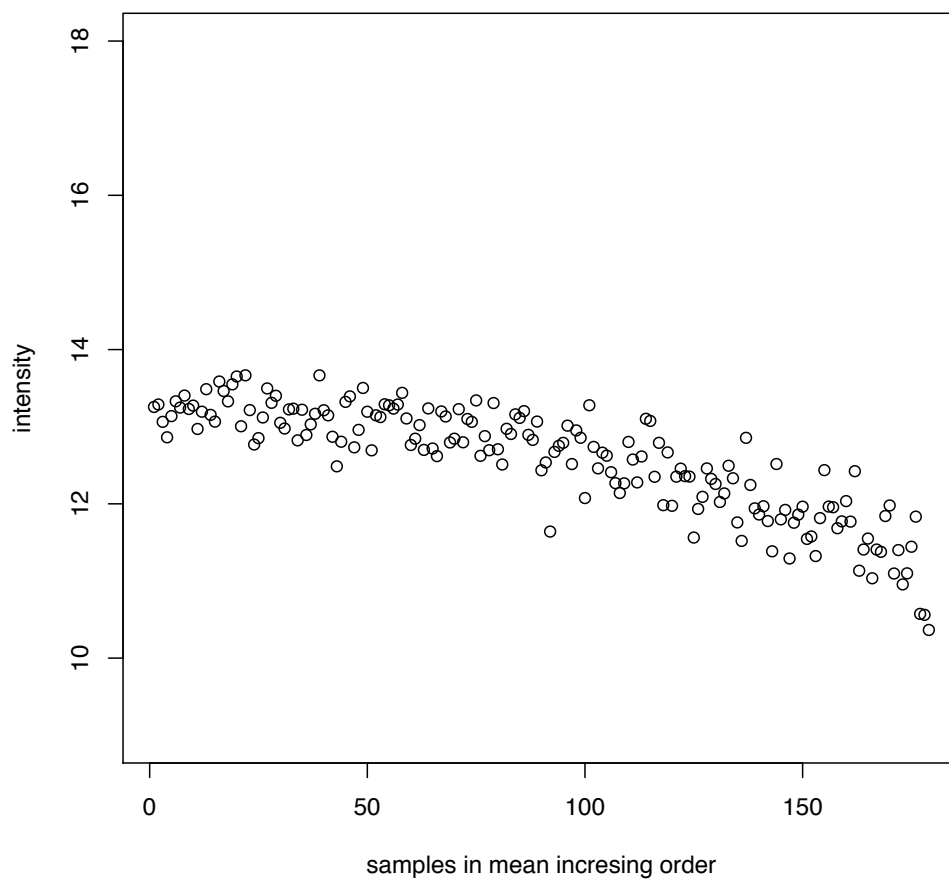

MAD_Dr_004_153310

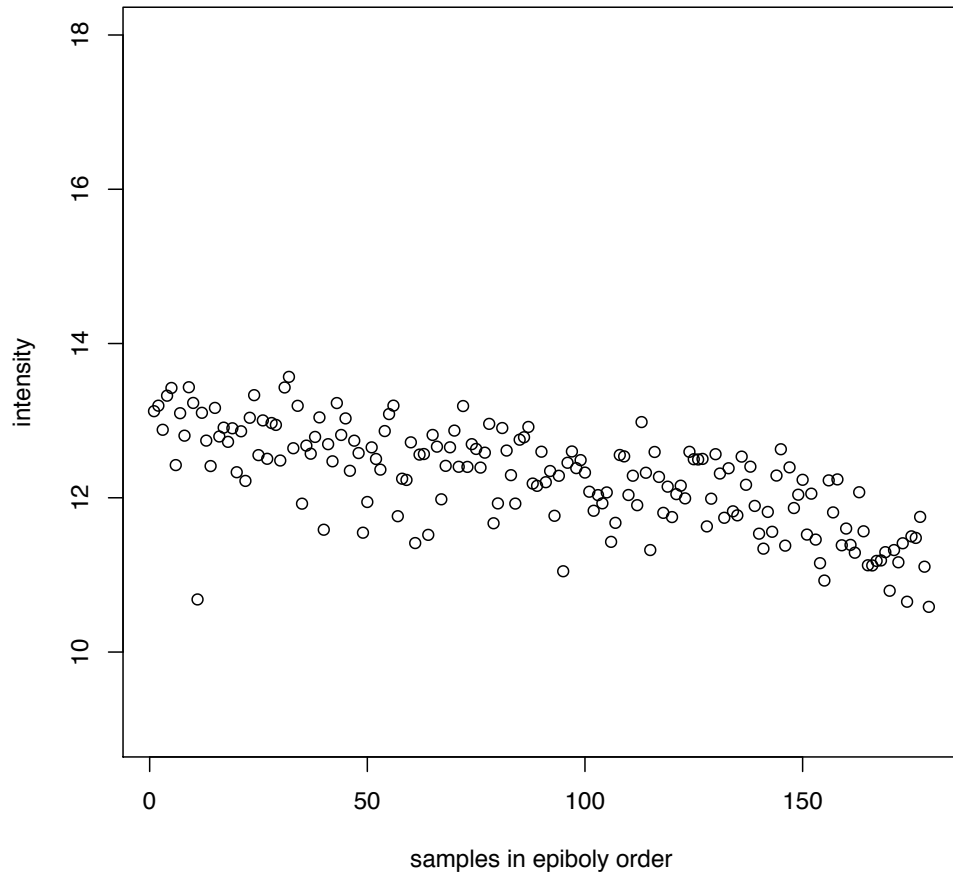

MAD_Dr_004_153310

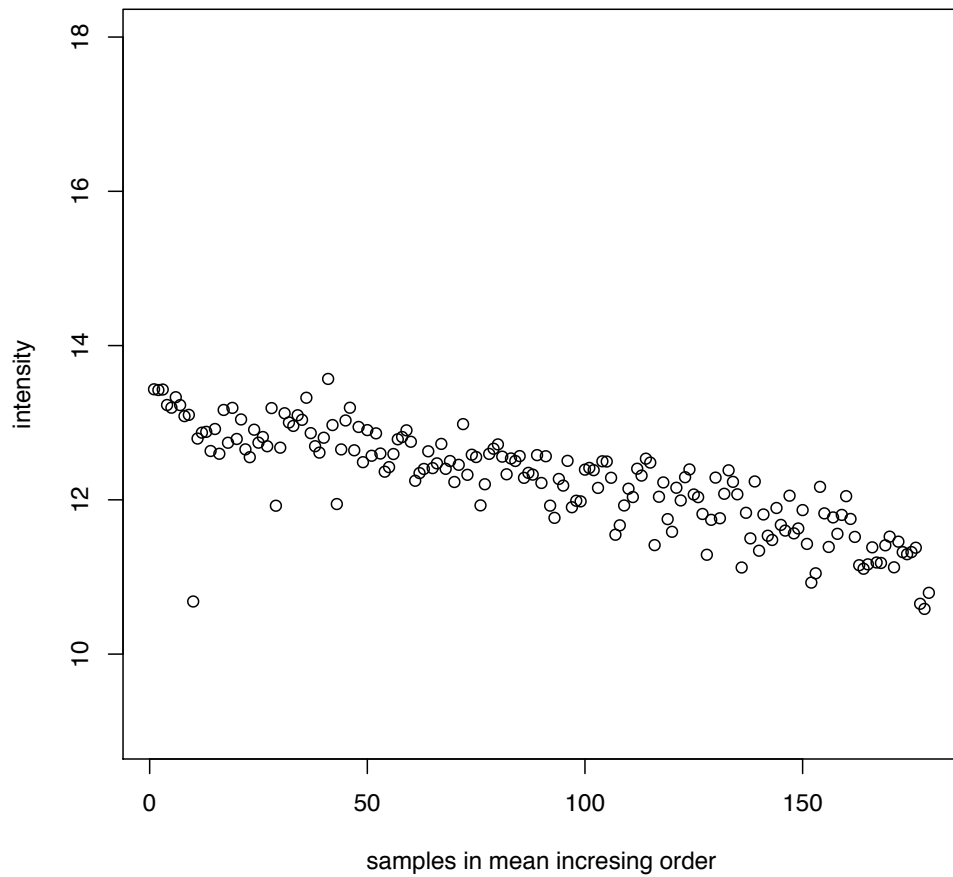

MAD_Dr_004_502381

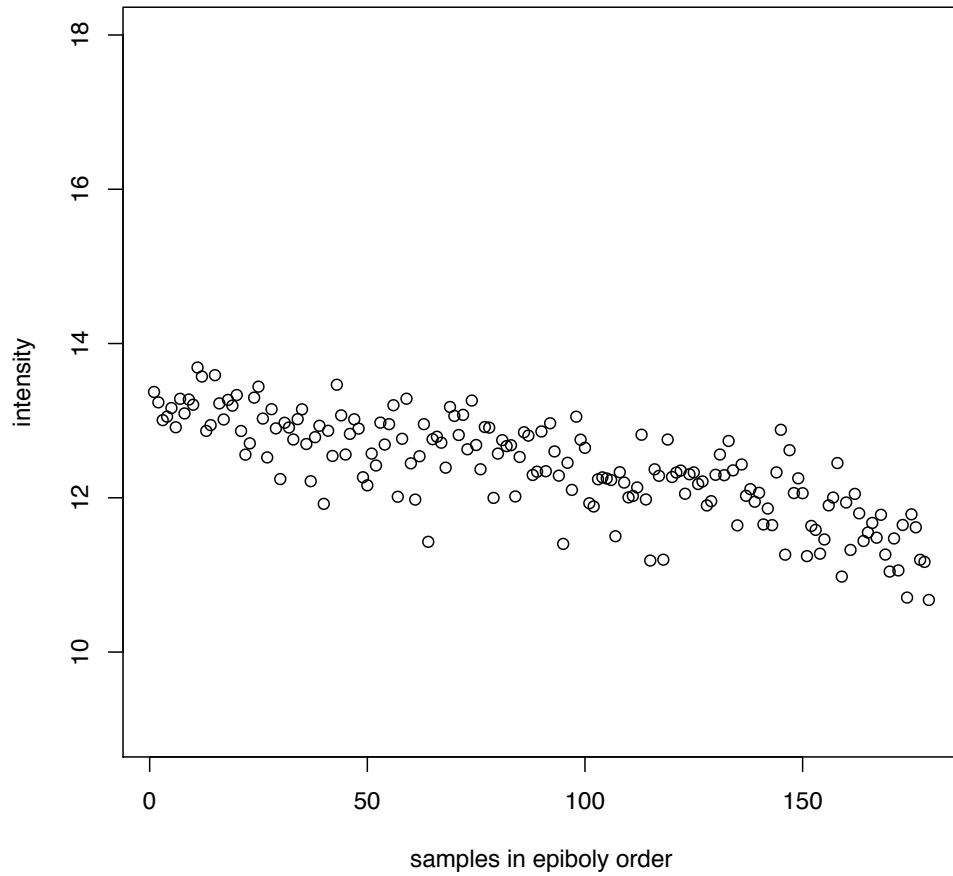

MAD_Dr_004_502381

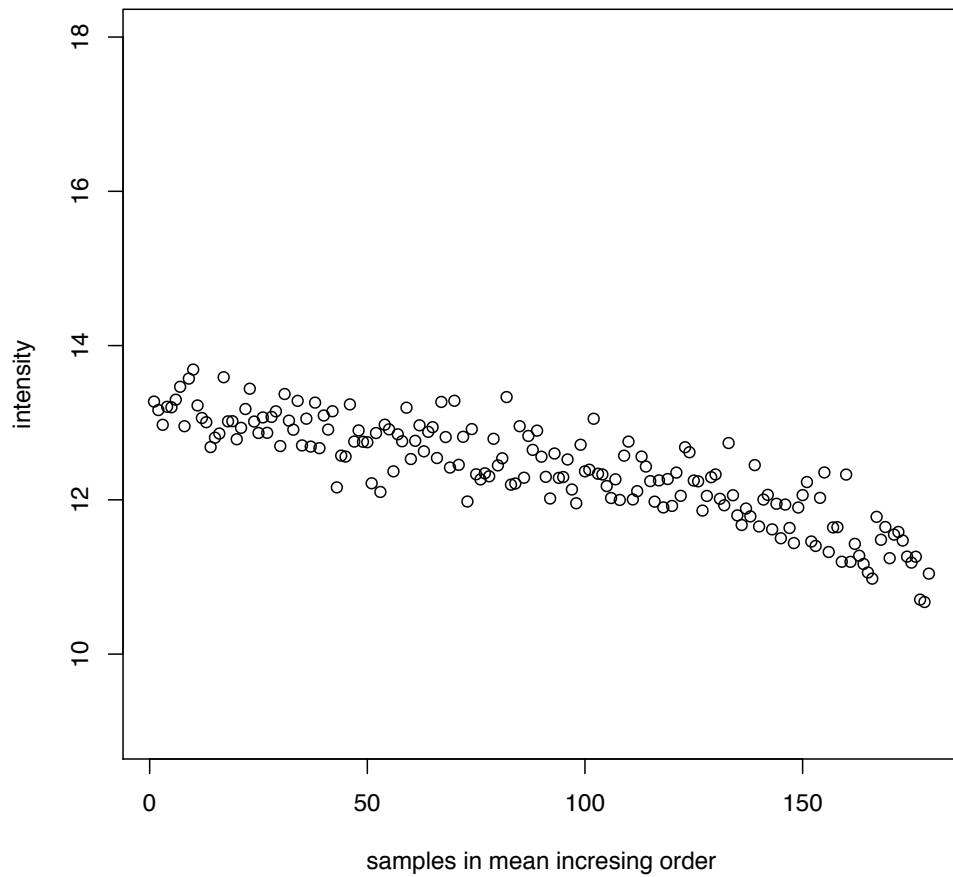

MAD_Dr_004_194778

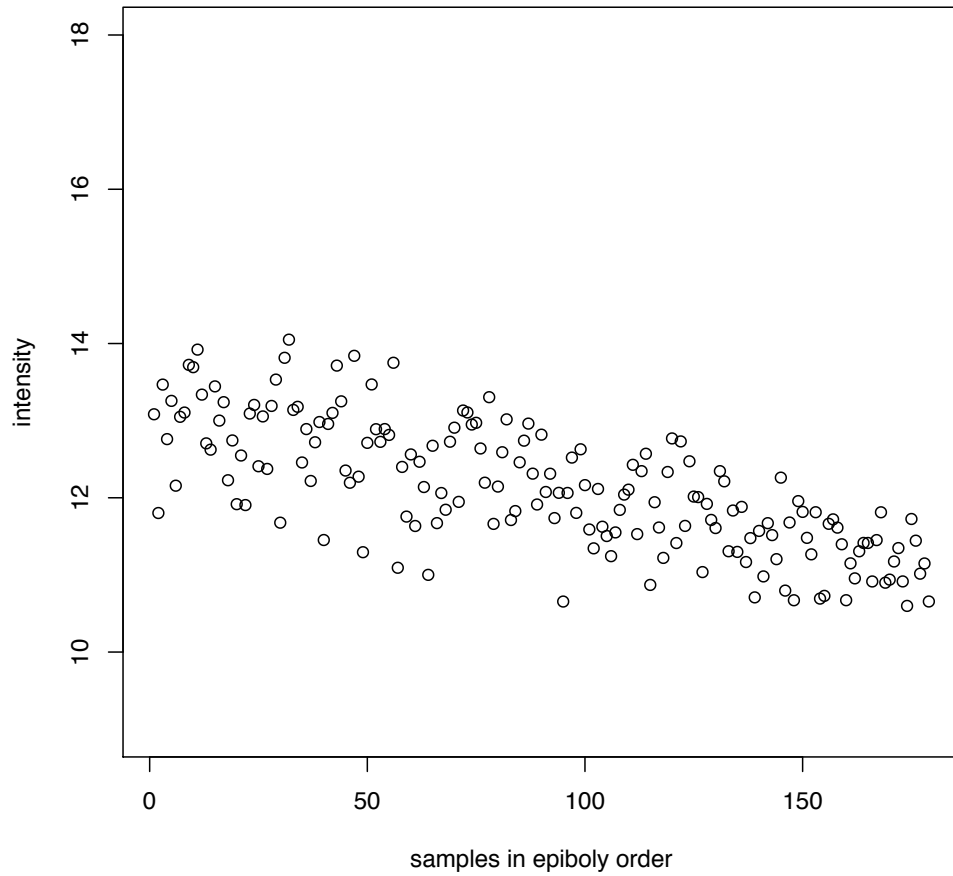

MAD_Dr_004_194778

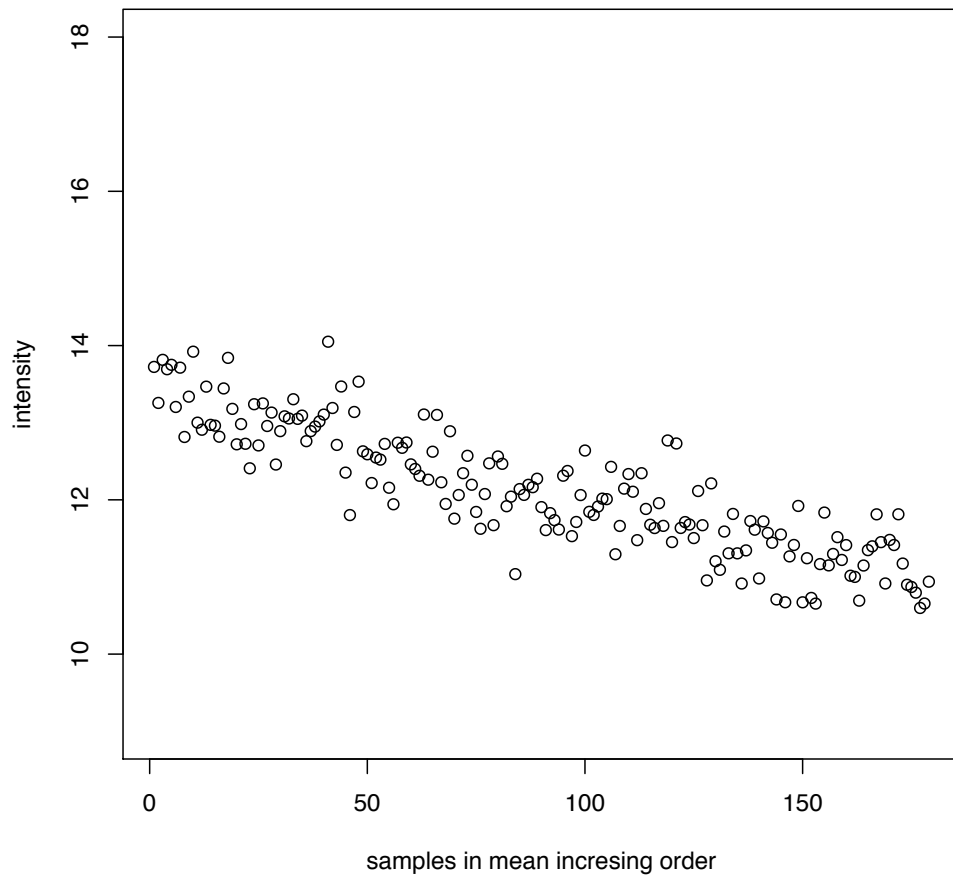

MAD_Dr_004_174524

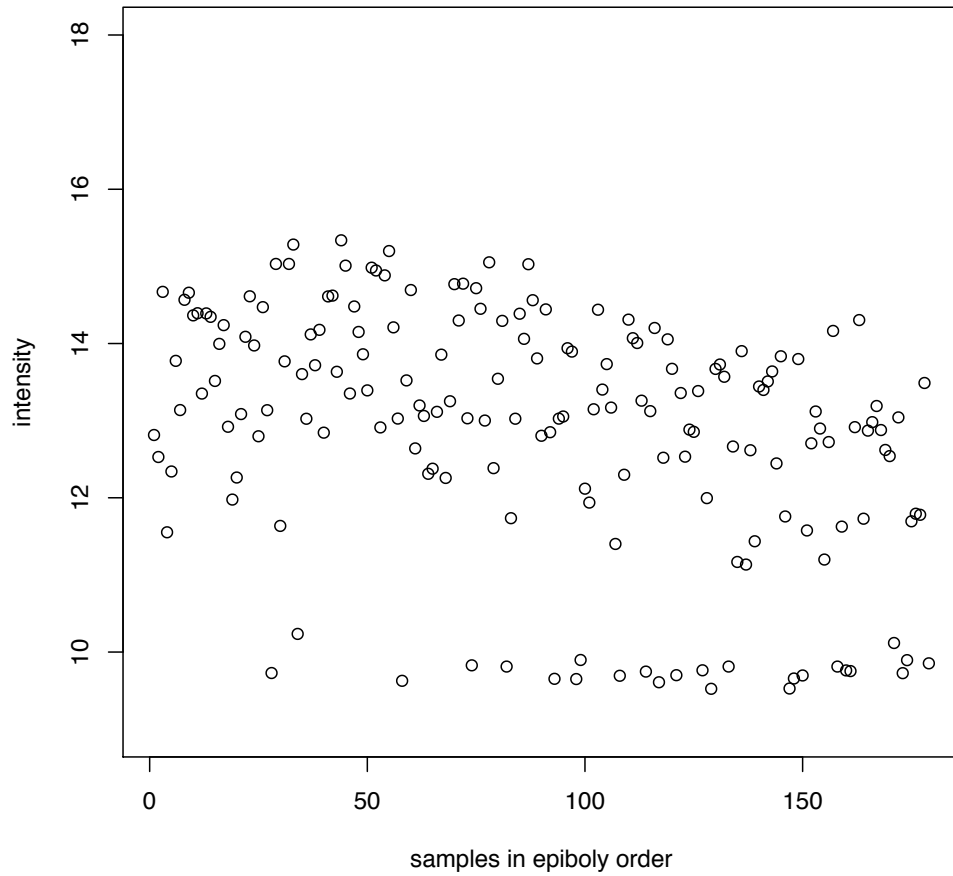

MAD_Dr_004_174524

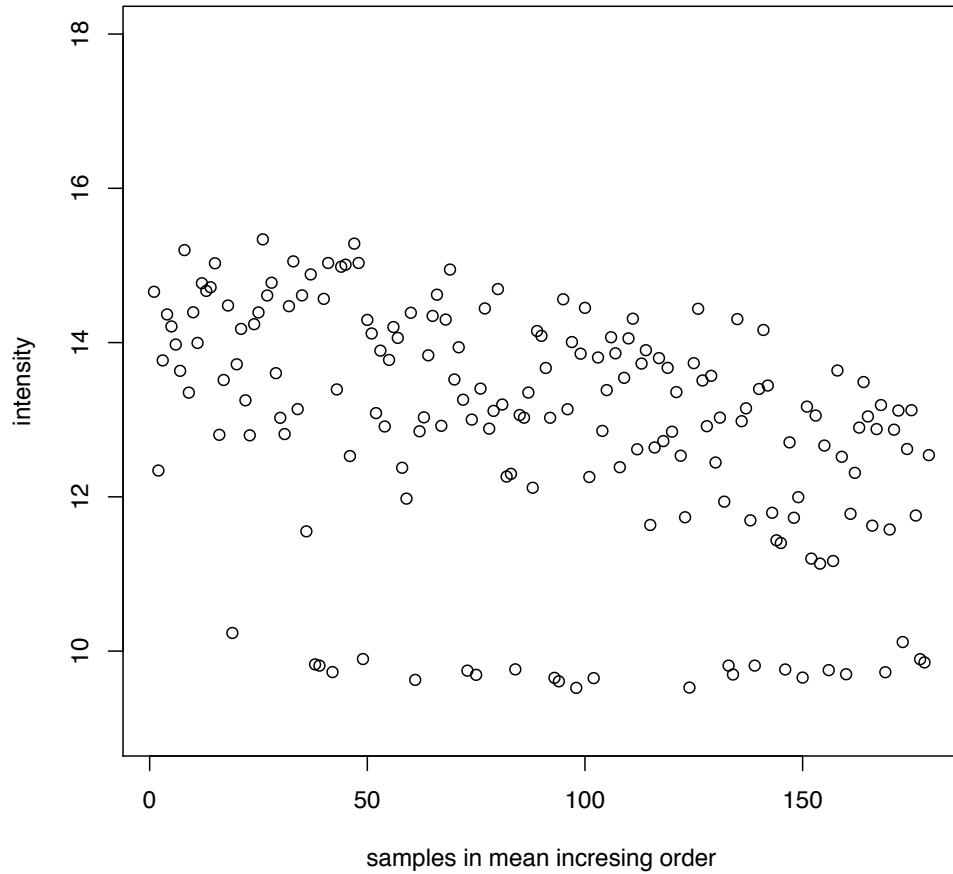

MAD_Dr_004_105169

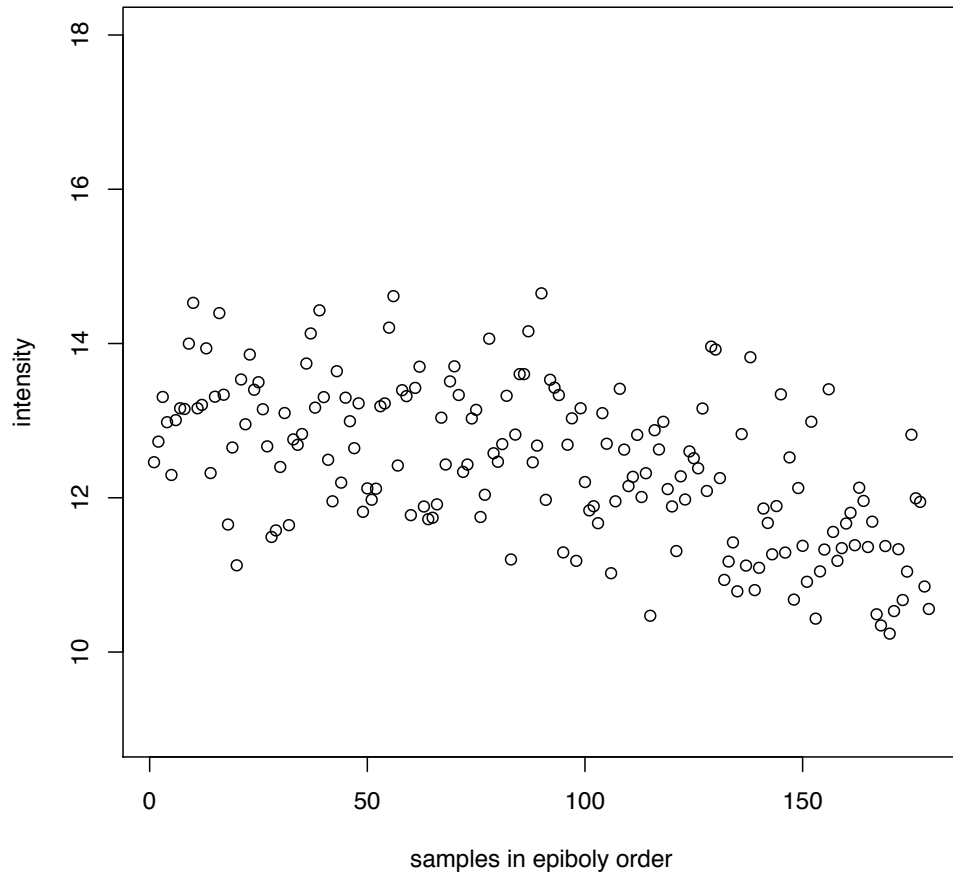

MAD_Dr_004_105169

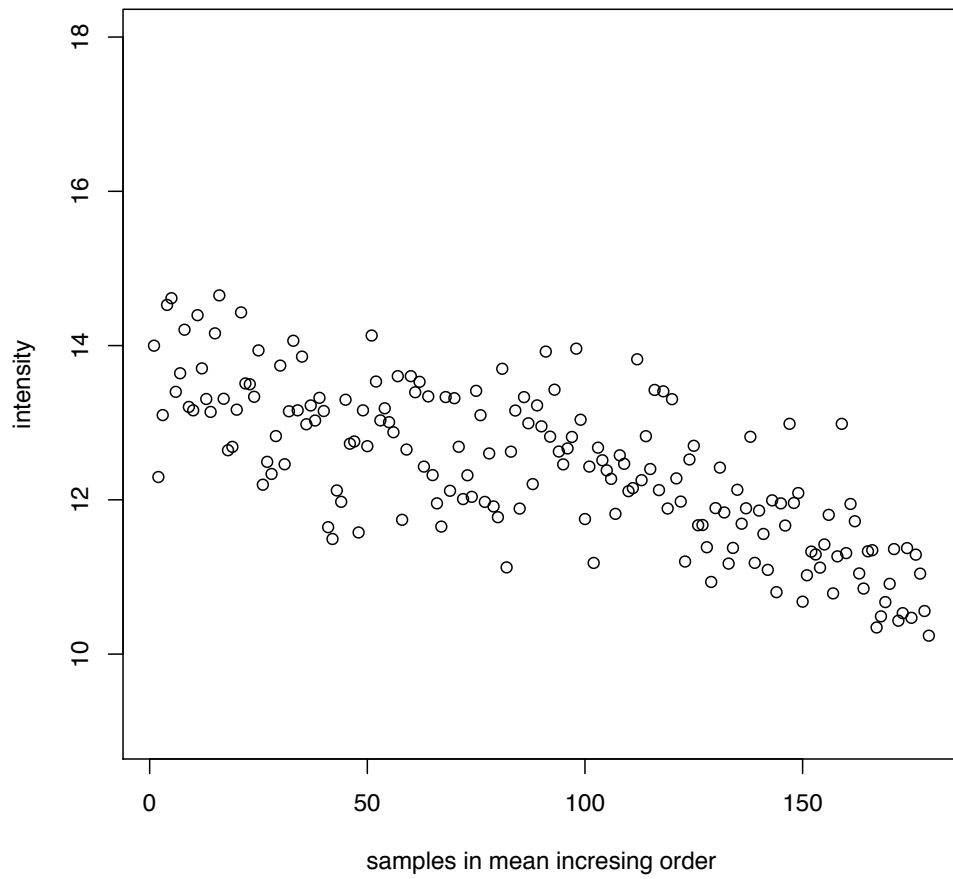

MAD_Dr_004_144843

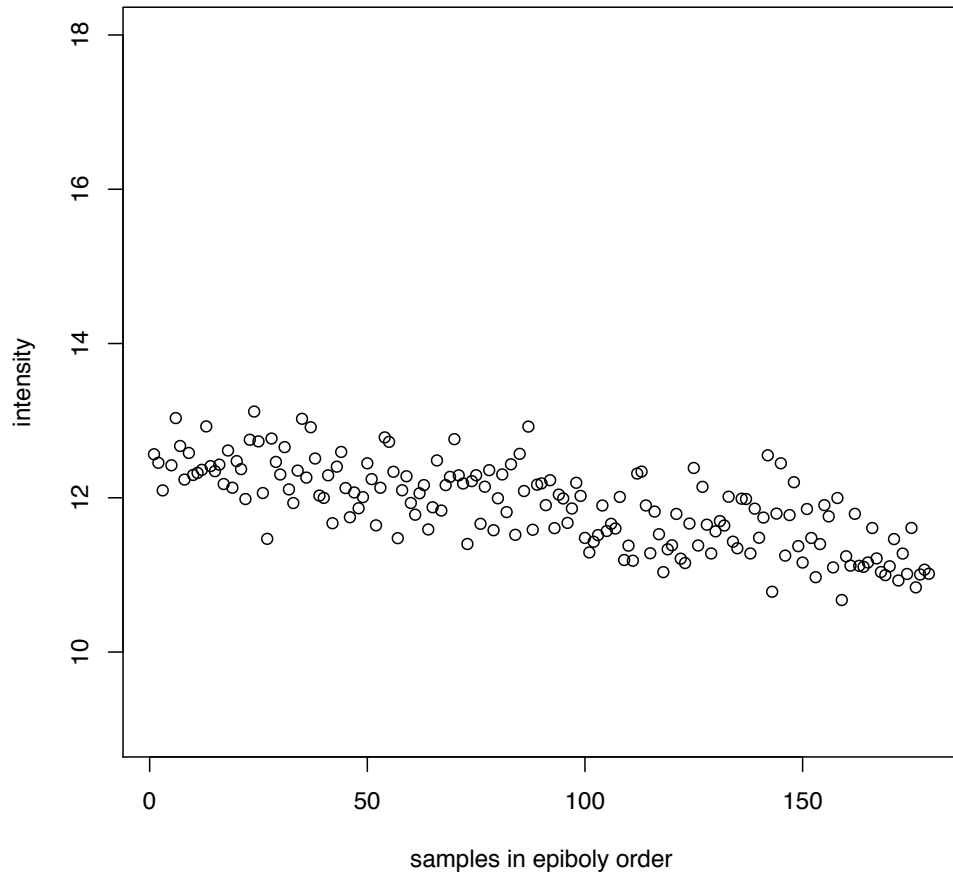

MAD_Dr_004_144843

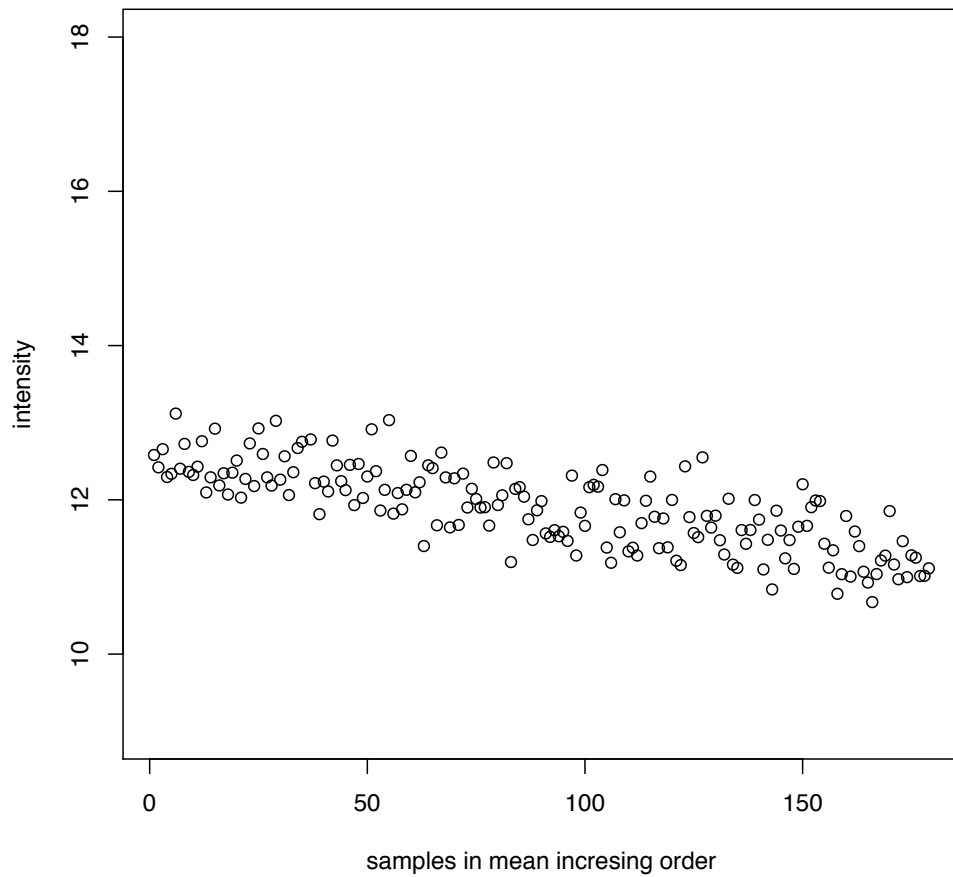

MAD_Dr_004_143084

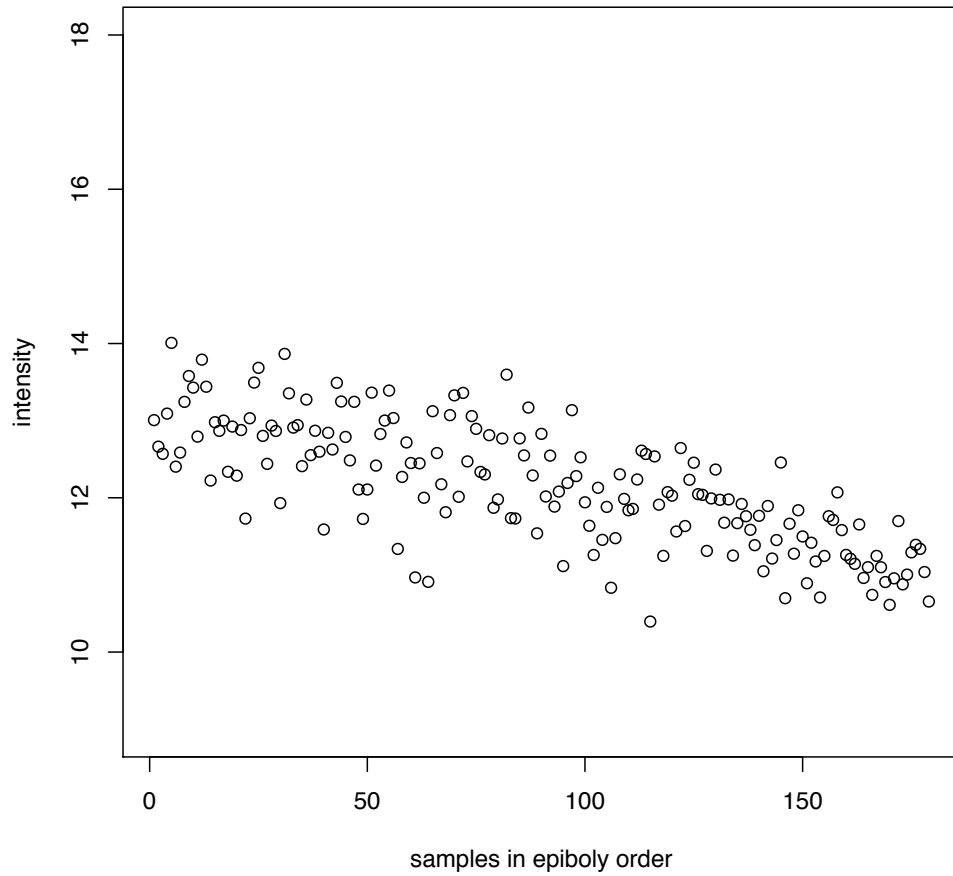

MAD_Dr_004_143084

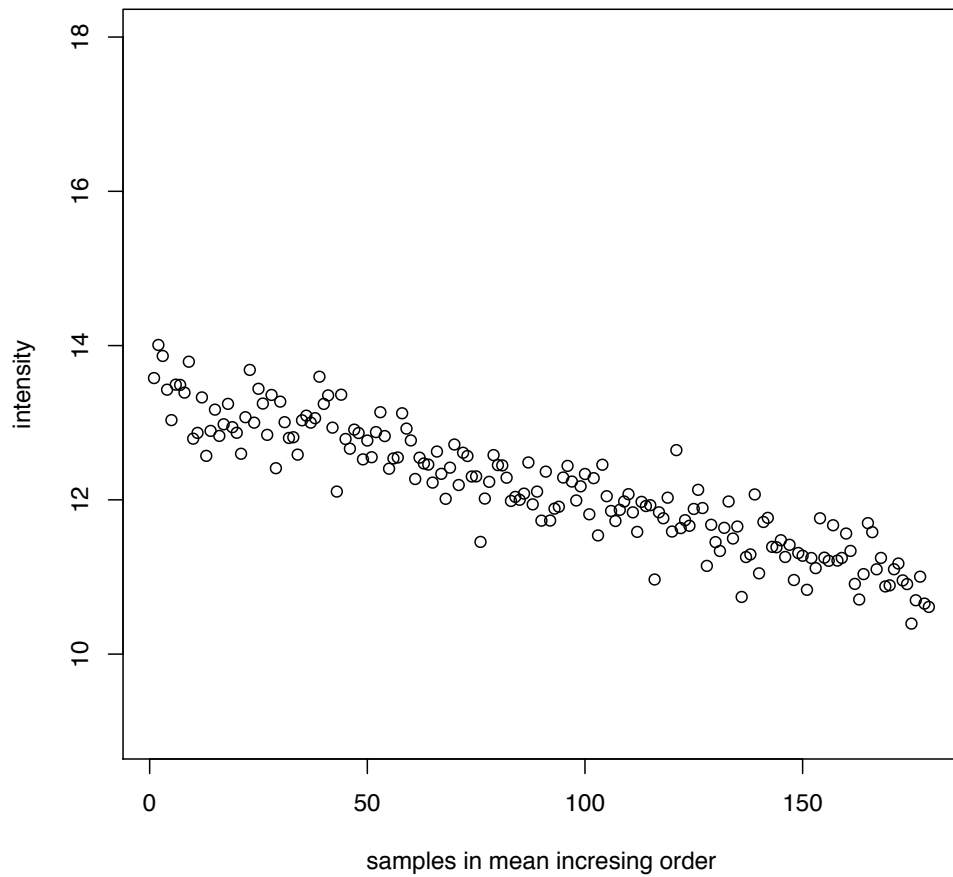

MAD_Dr_004_167614

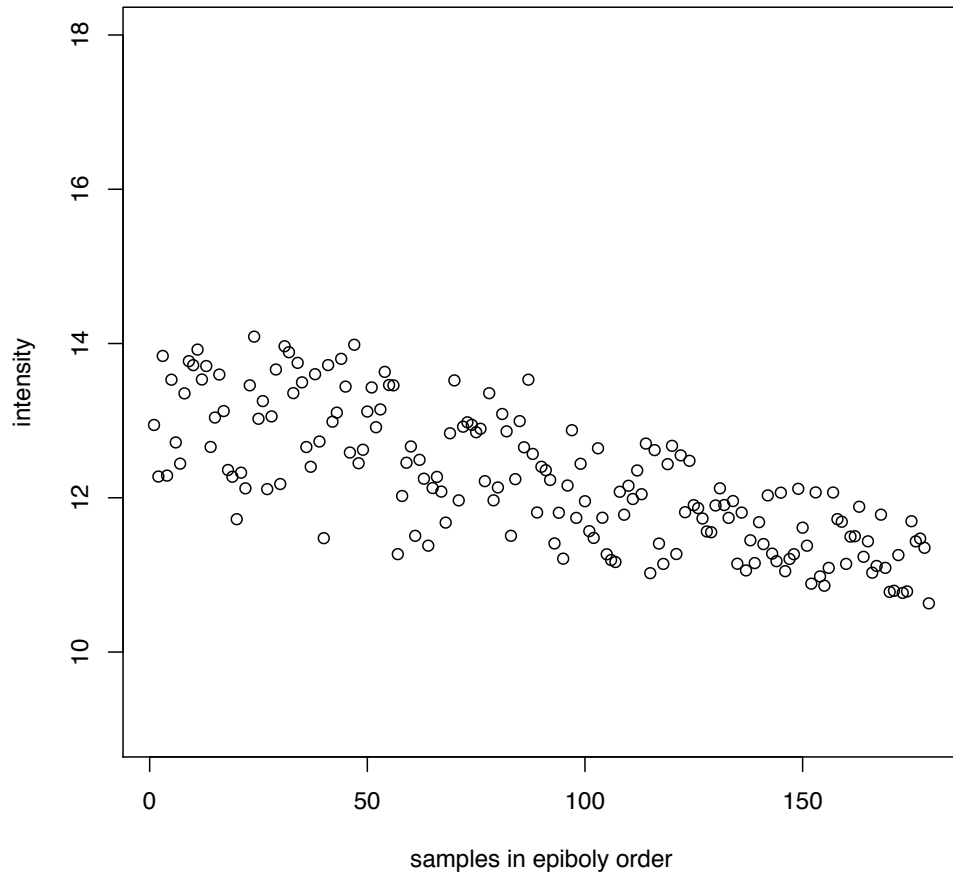

MAD_Dr_004_167614

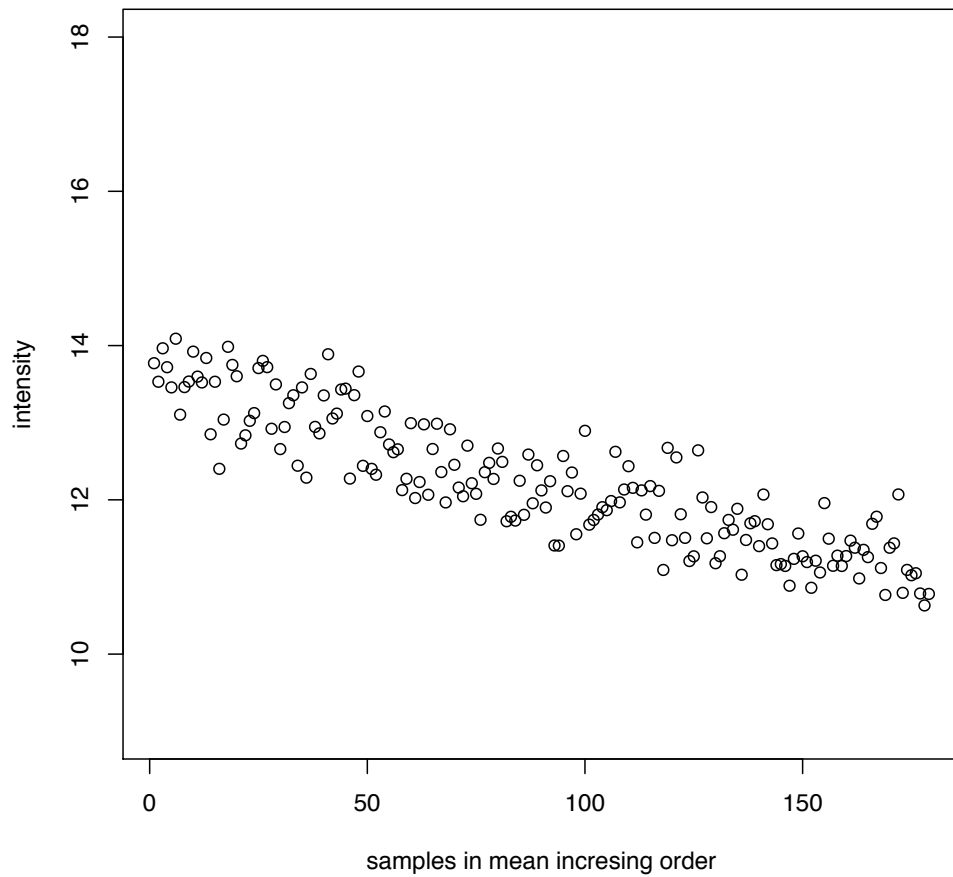

MAD_Dr_004_143687

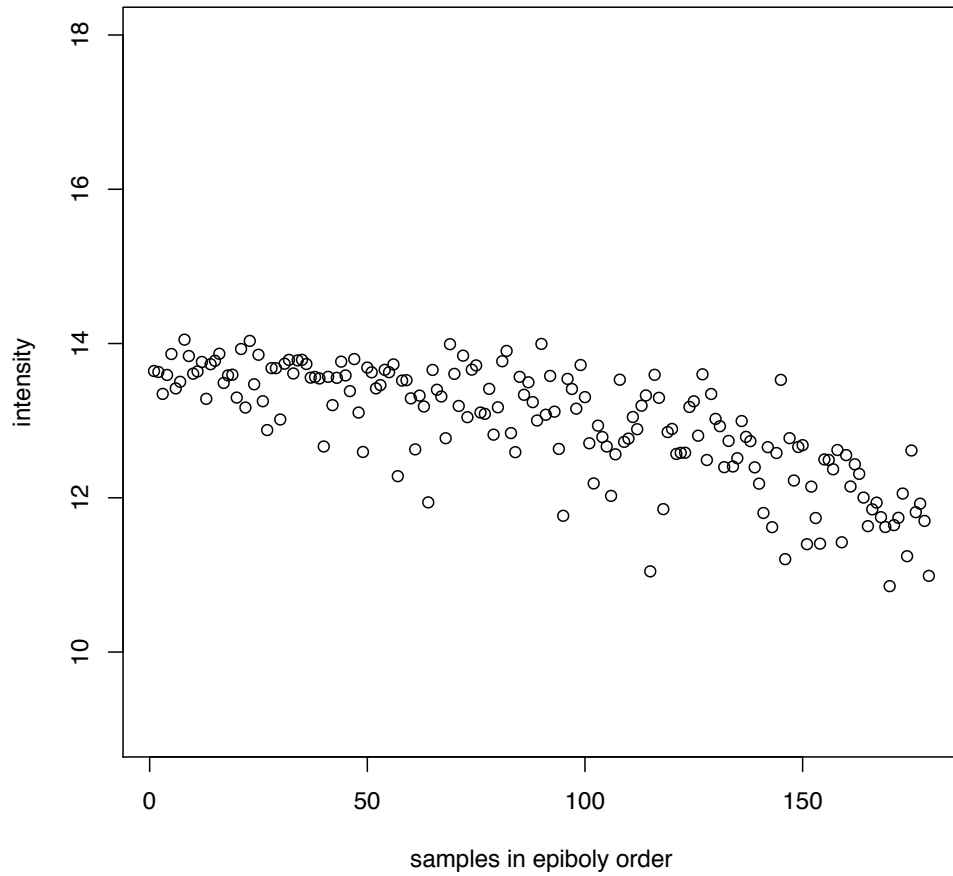

MAD_Dr_004_143687

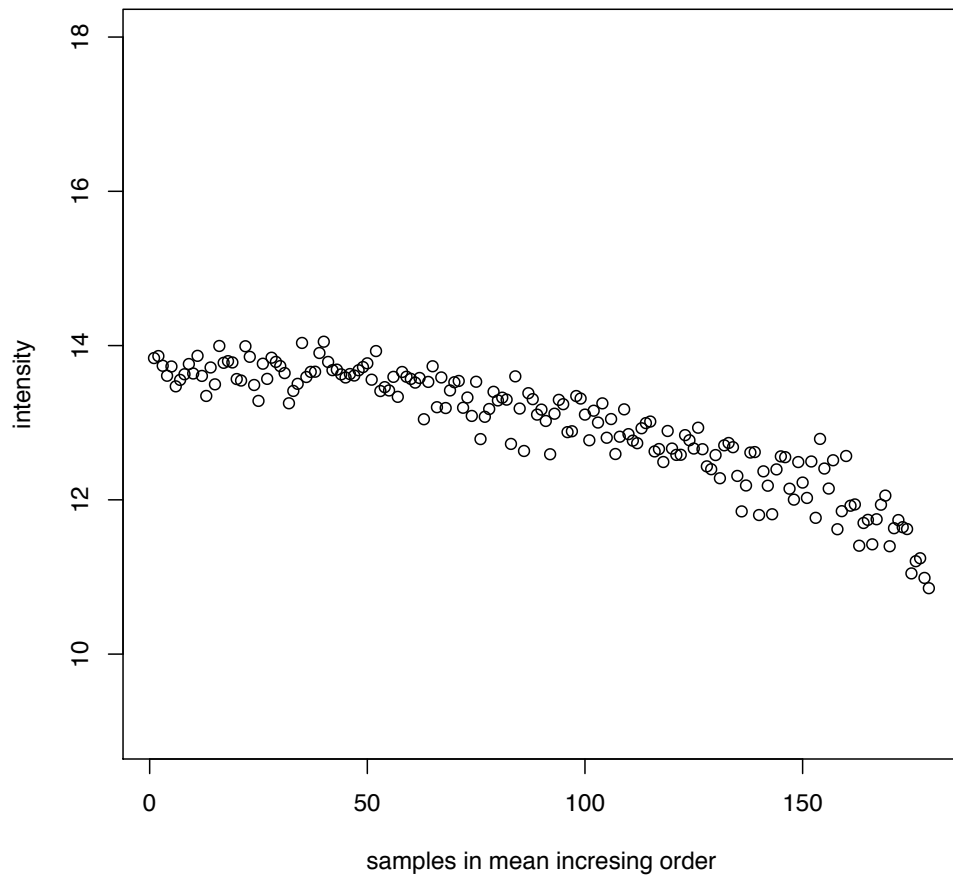

MAD_Dr_004_110100

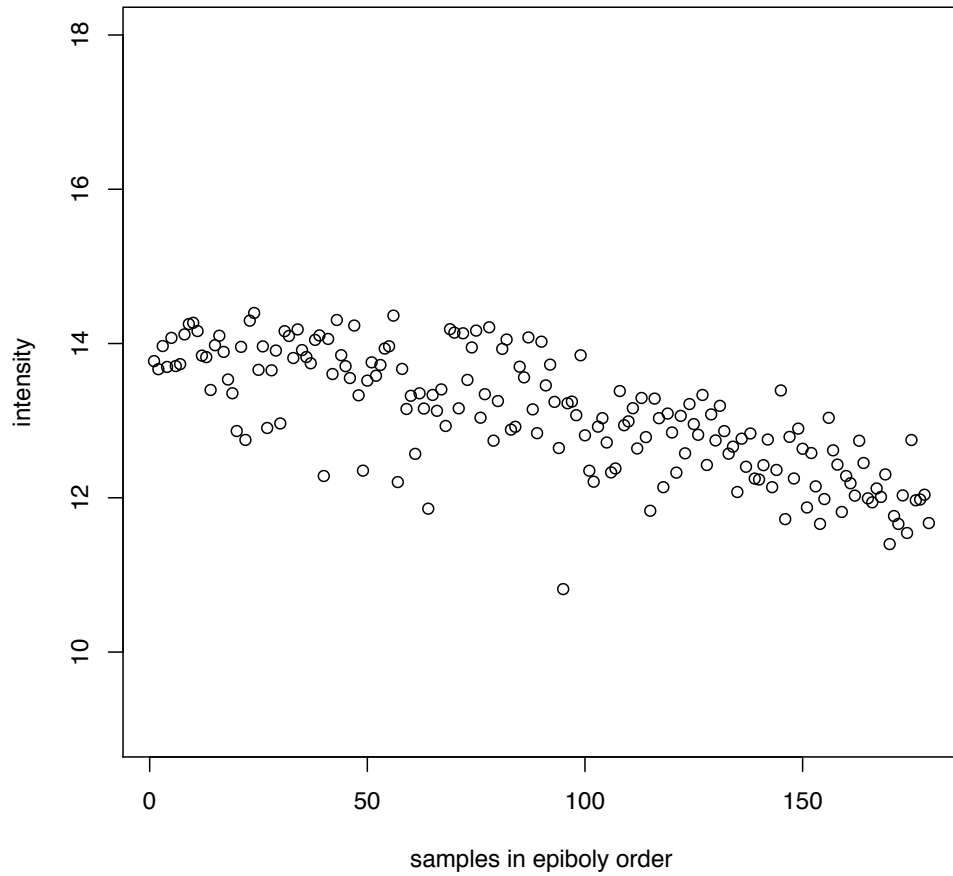

MAD_Dr_004_110100

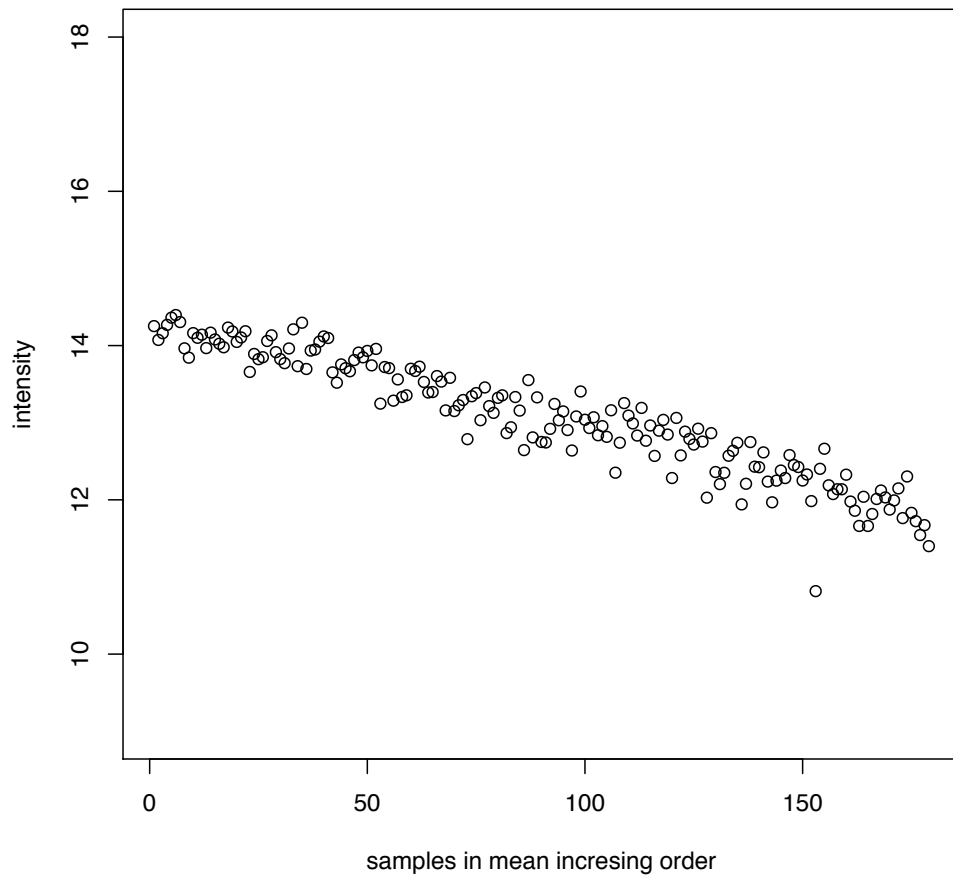

MAD_Dr_004_129855

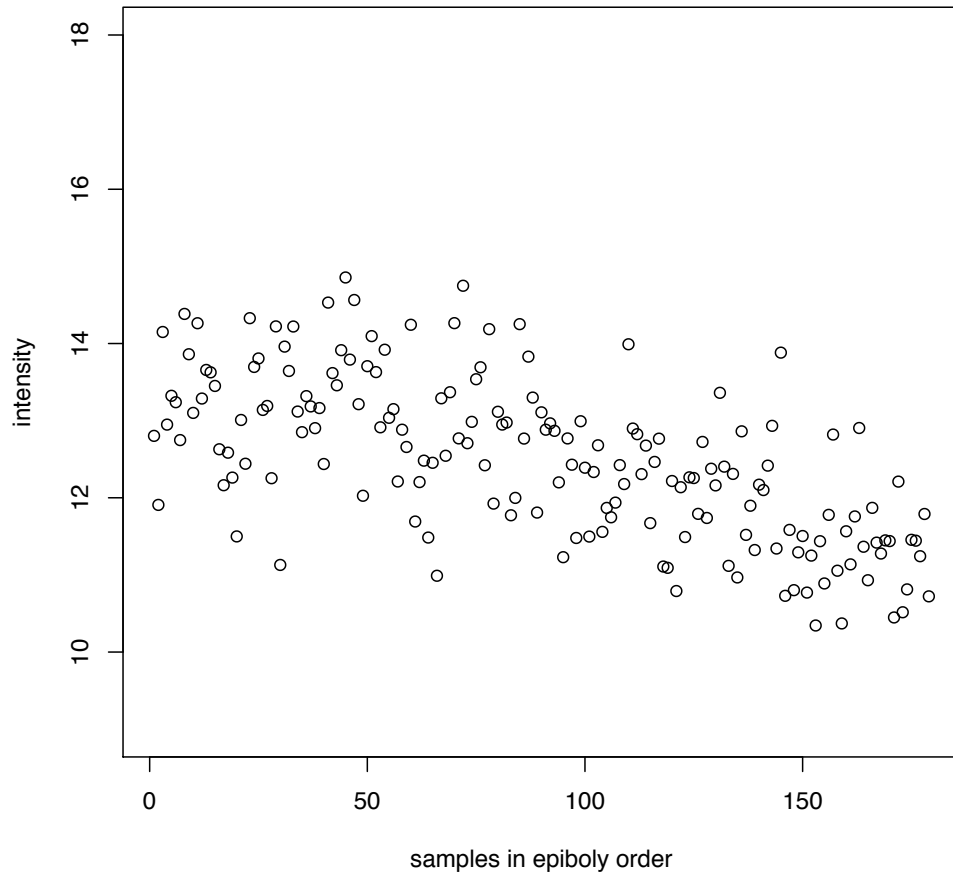

MAD_Dr_004_129855

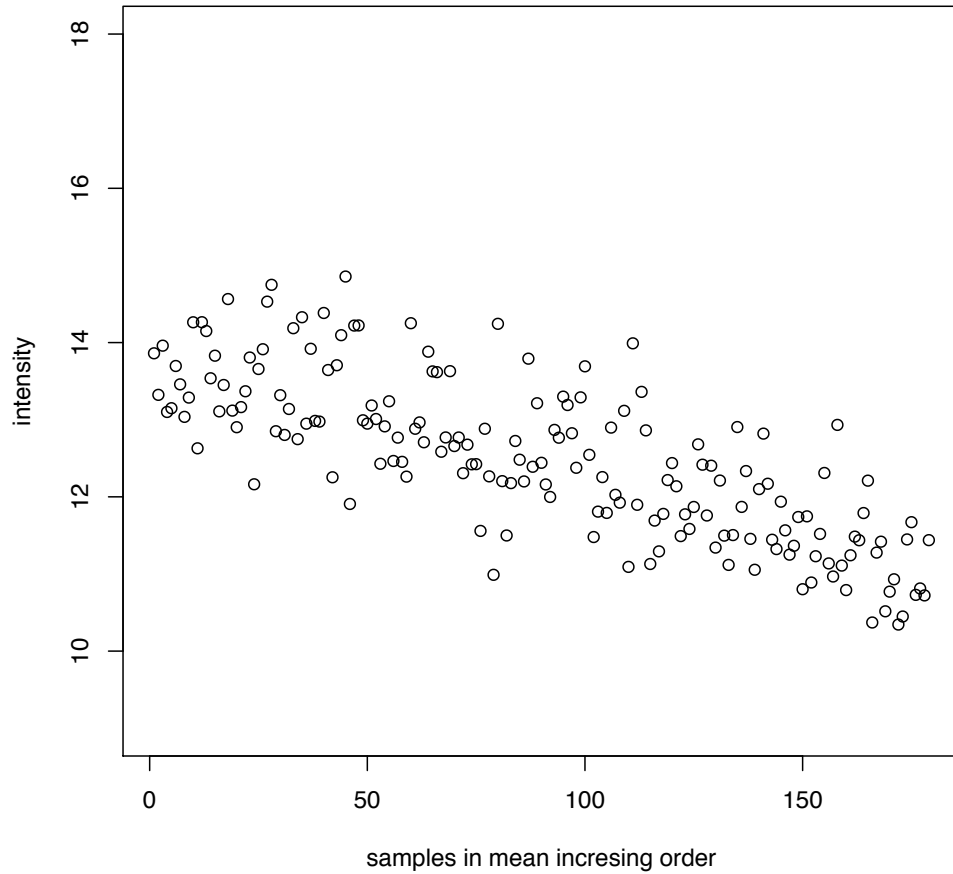

MAD_Dr_004_152615

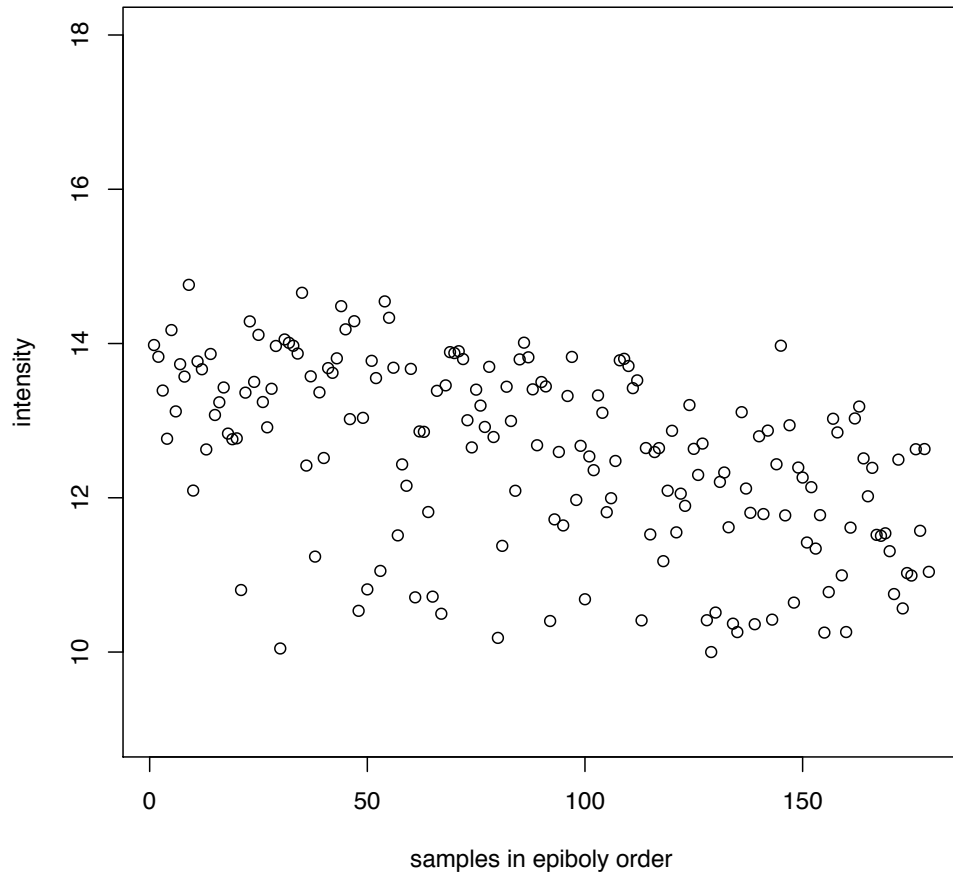

MAD_Dr_004_152615

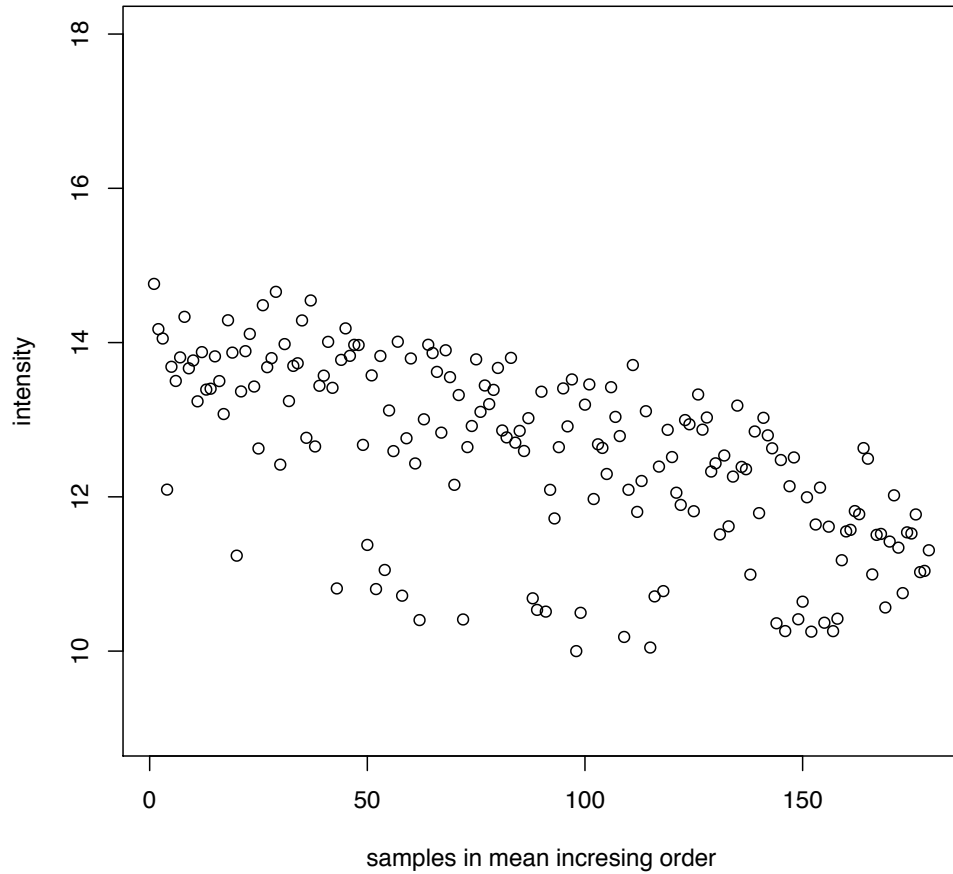

MAD_Dr_004_157712

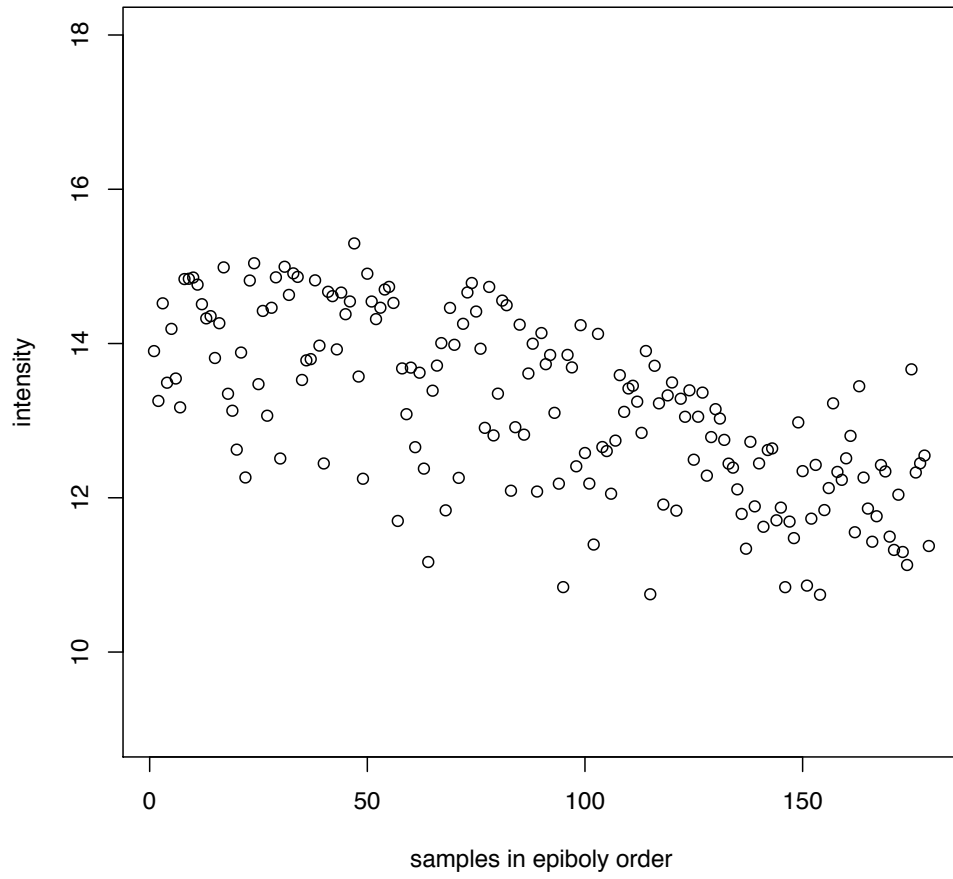

MAD_Dr_004_157712

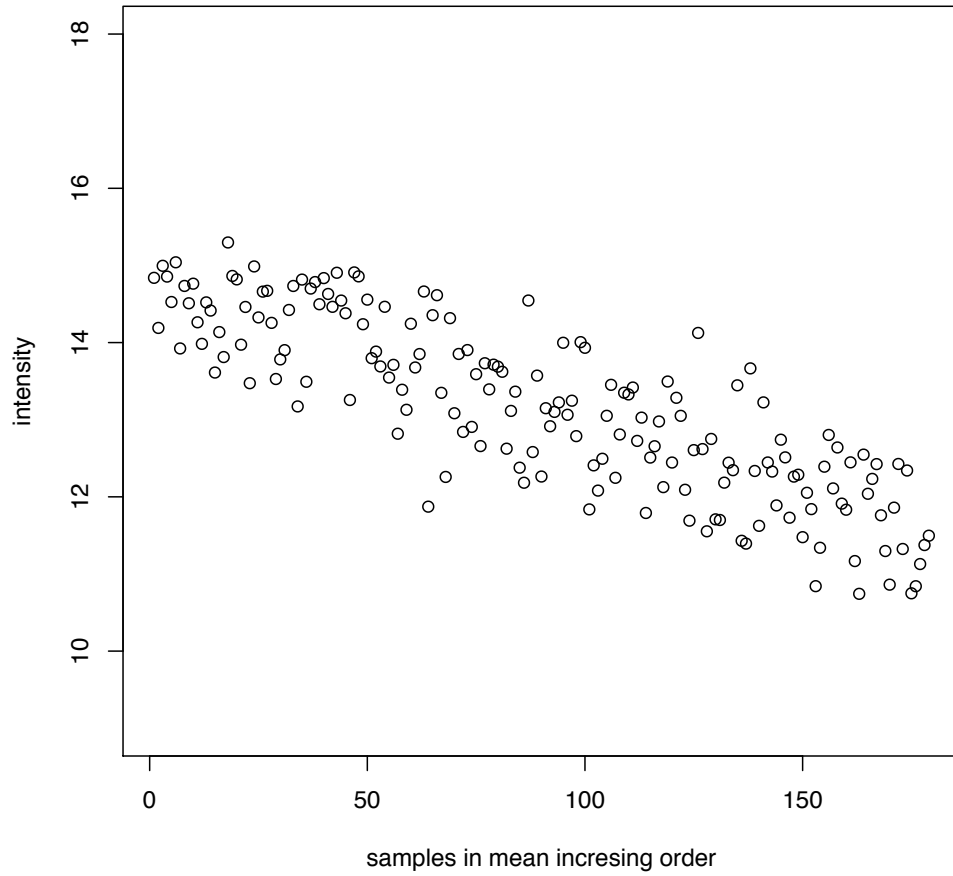

MAD_Dr_004_170042

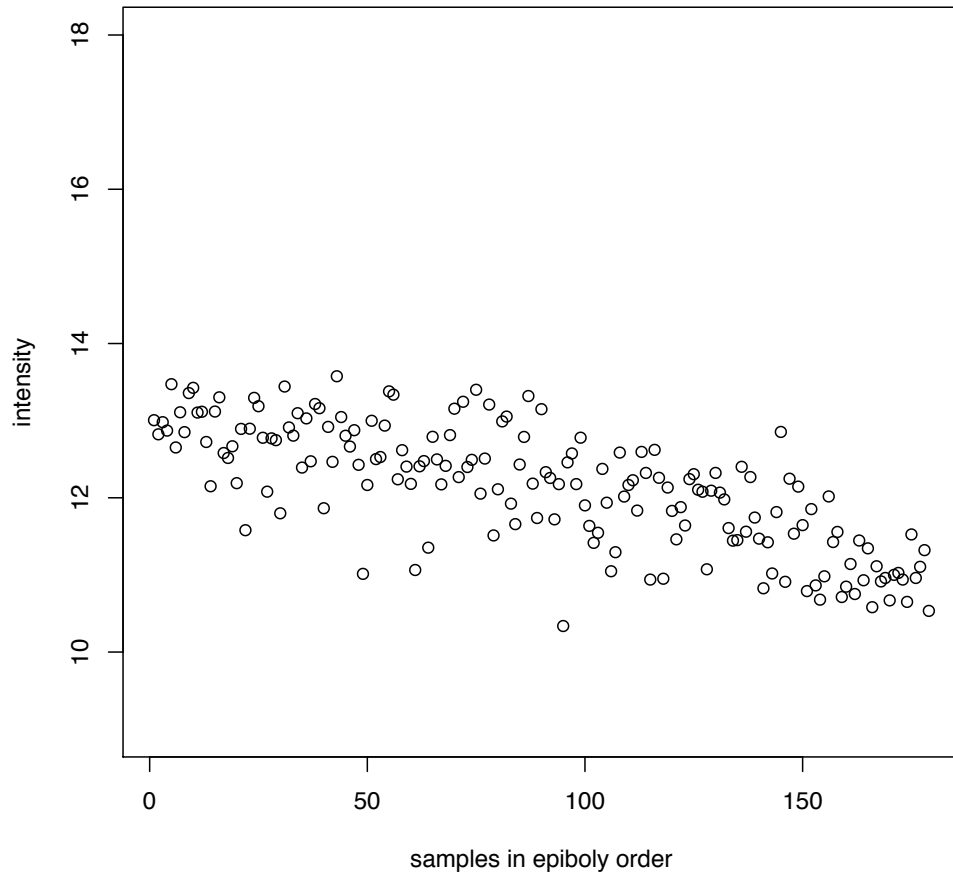

MAD_Dr_004_170042

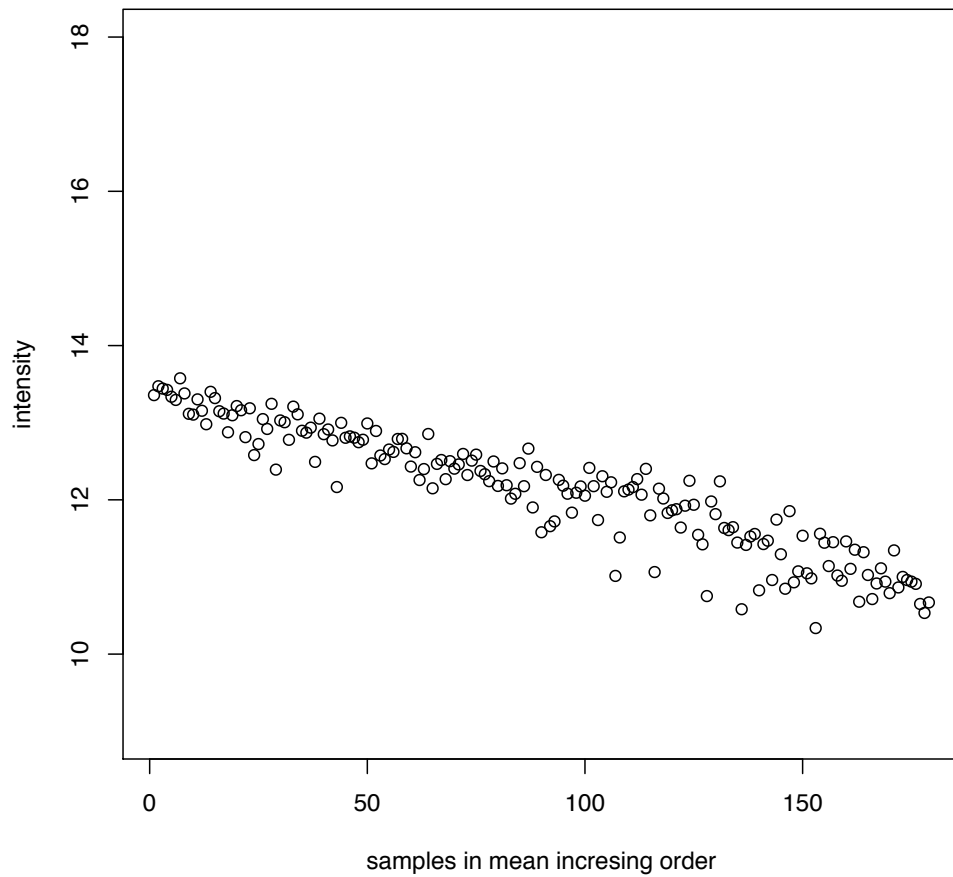

MAD_Dr_004_142886

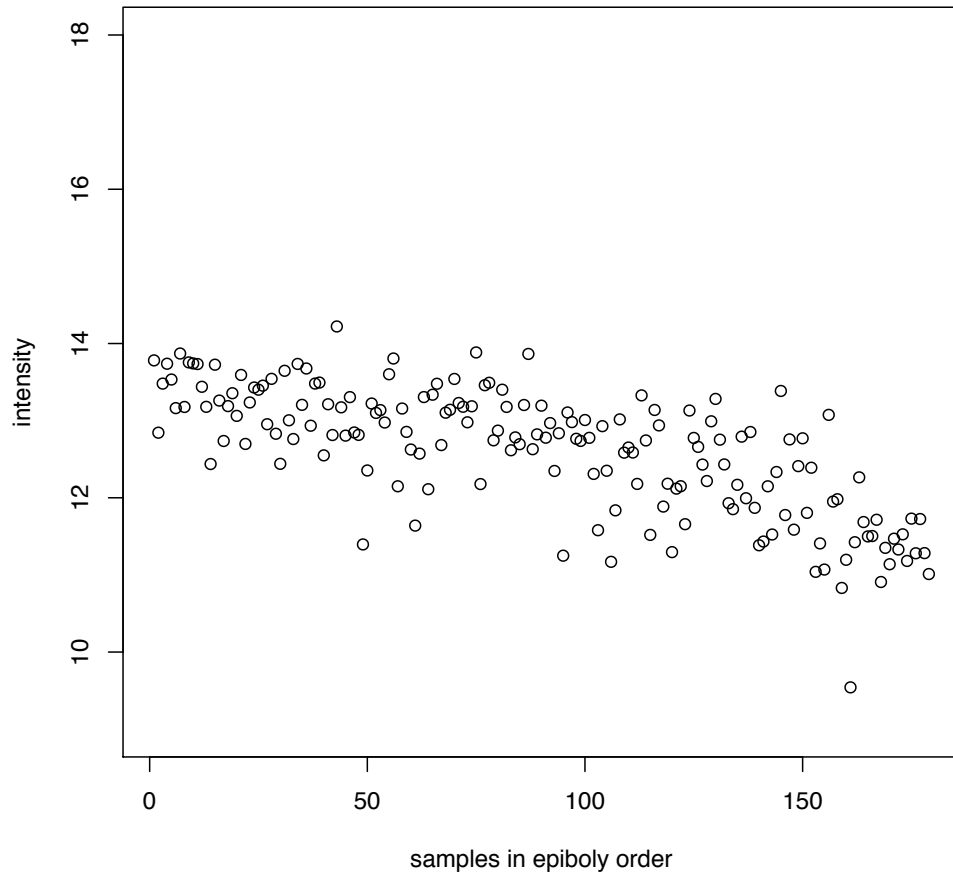

MAD_Dr_004_142886

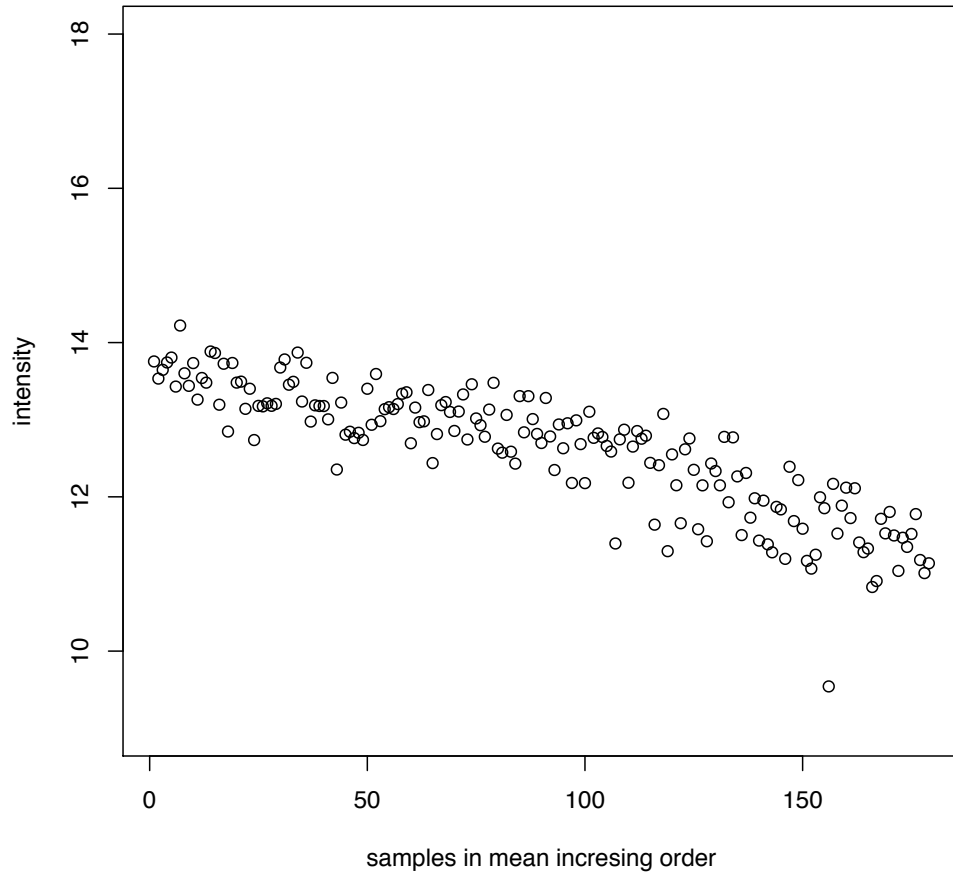

MAD_Dr_004_142770

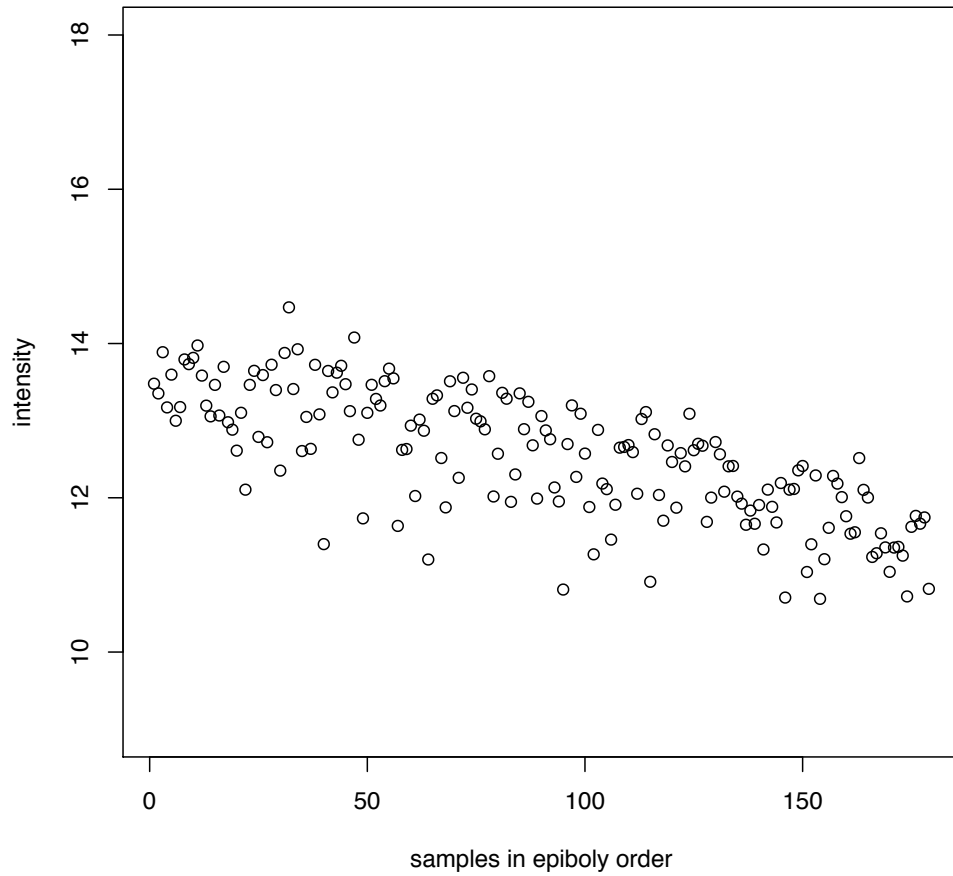

MAD_Dr_004_142770

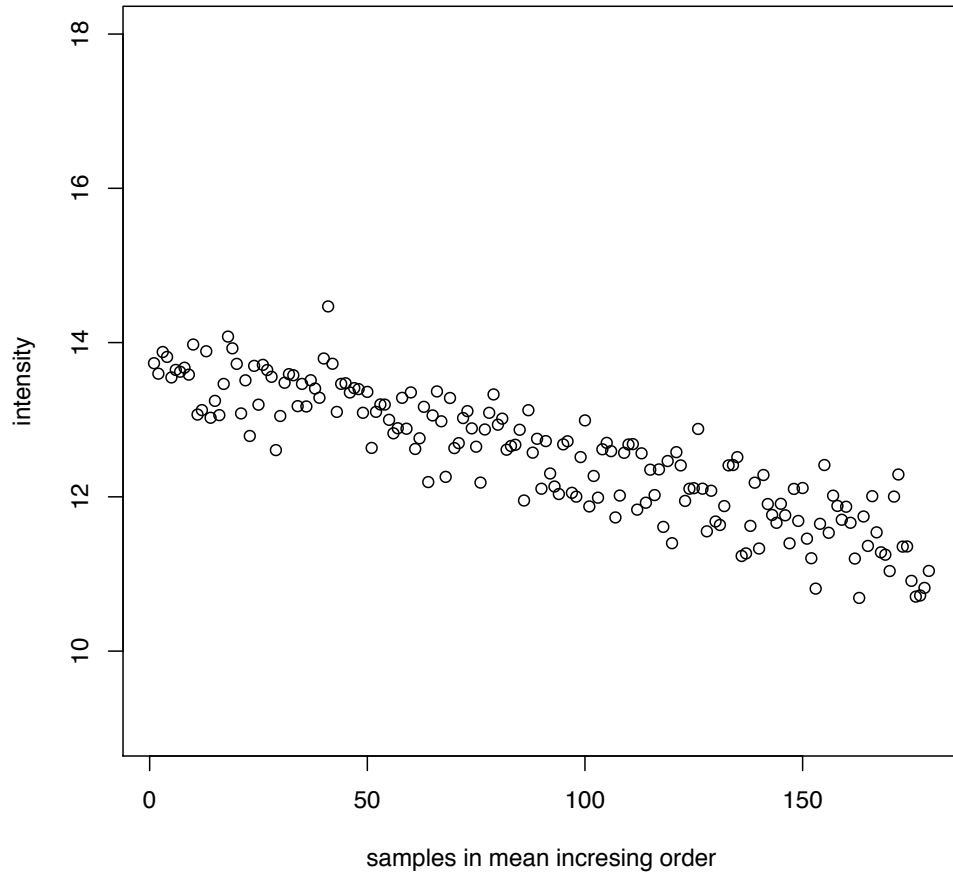

MAD_Dr_004_504102

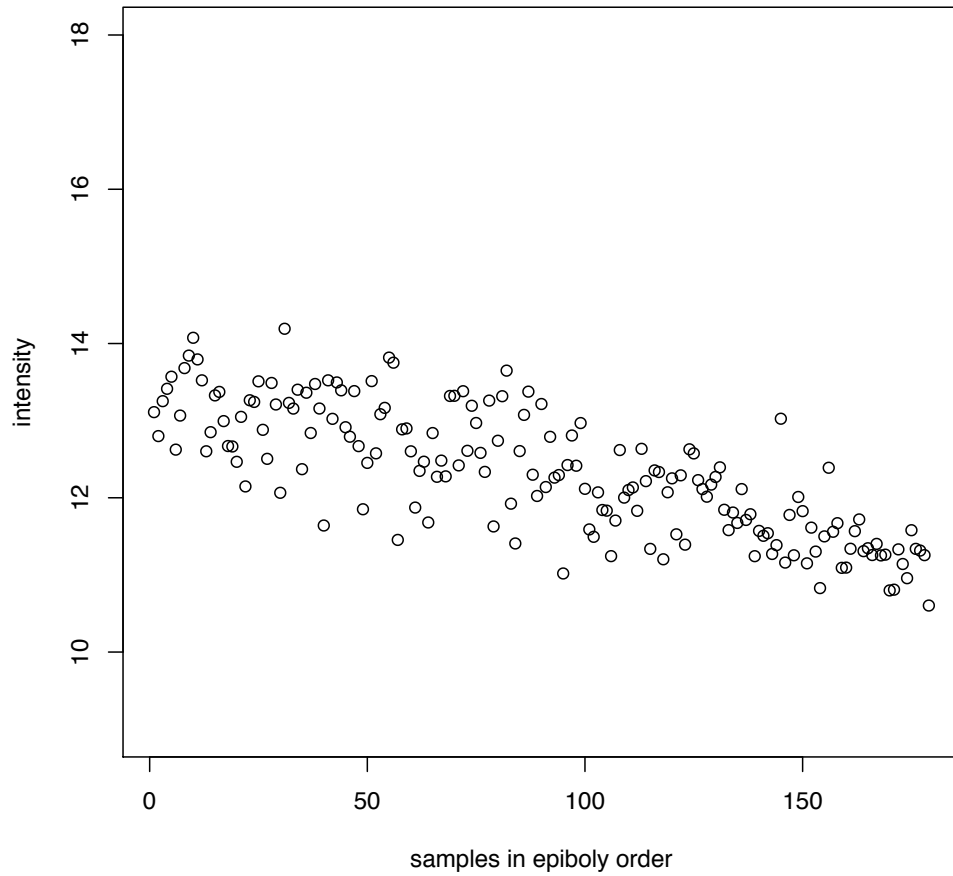

MAD_Dr_004_504102

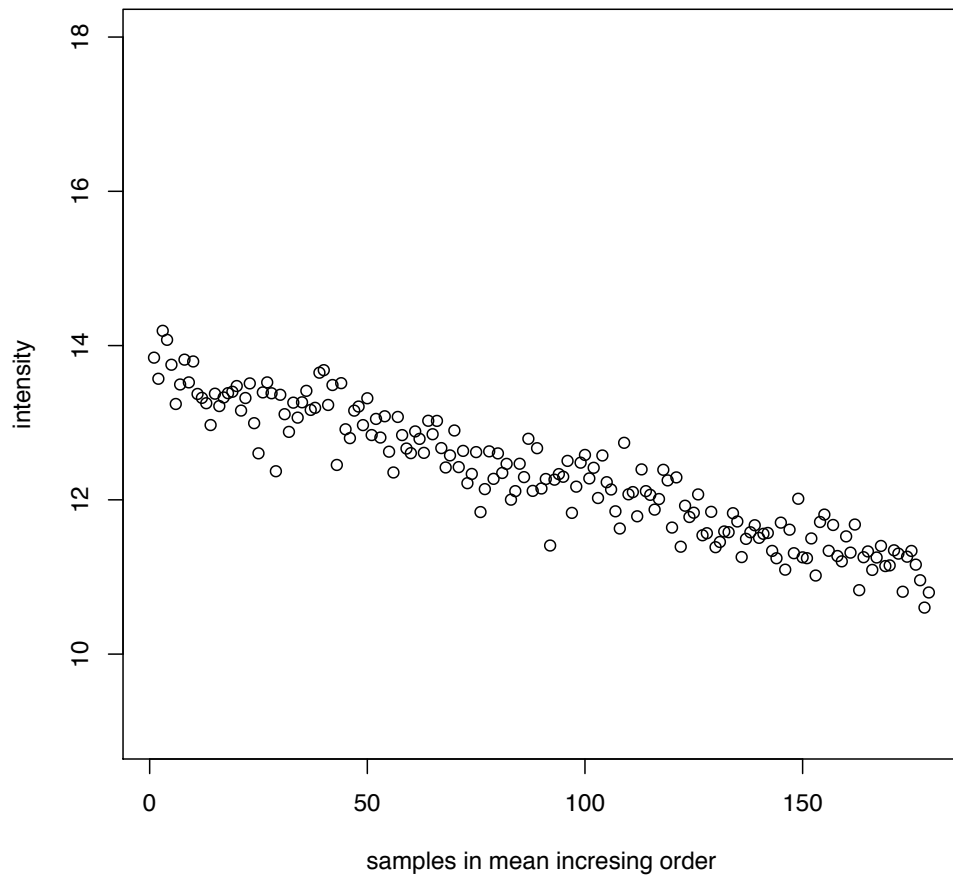

MAD_Dr_004_104141

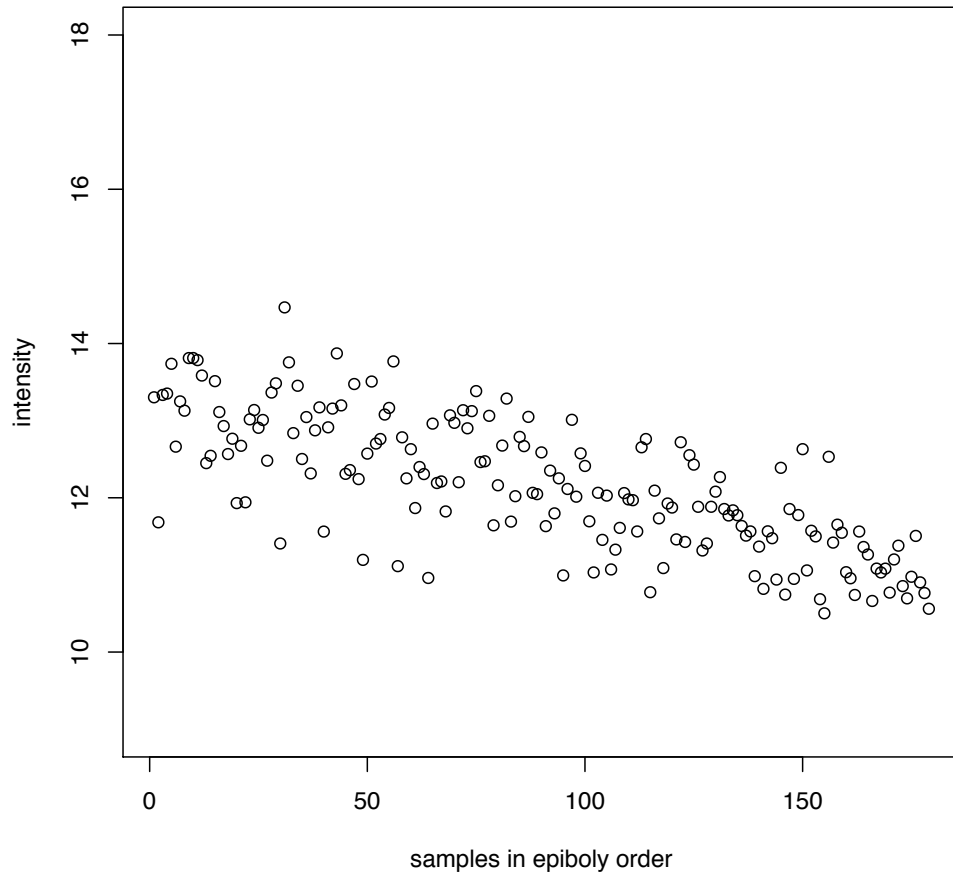

MAD_Dr_004_104141

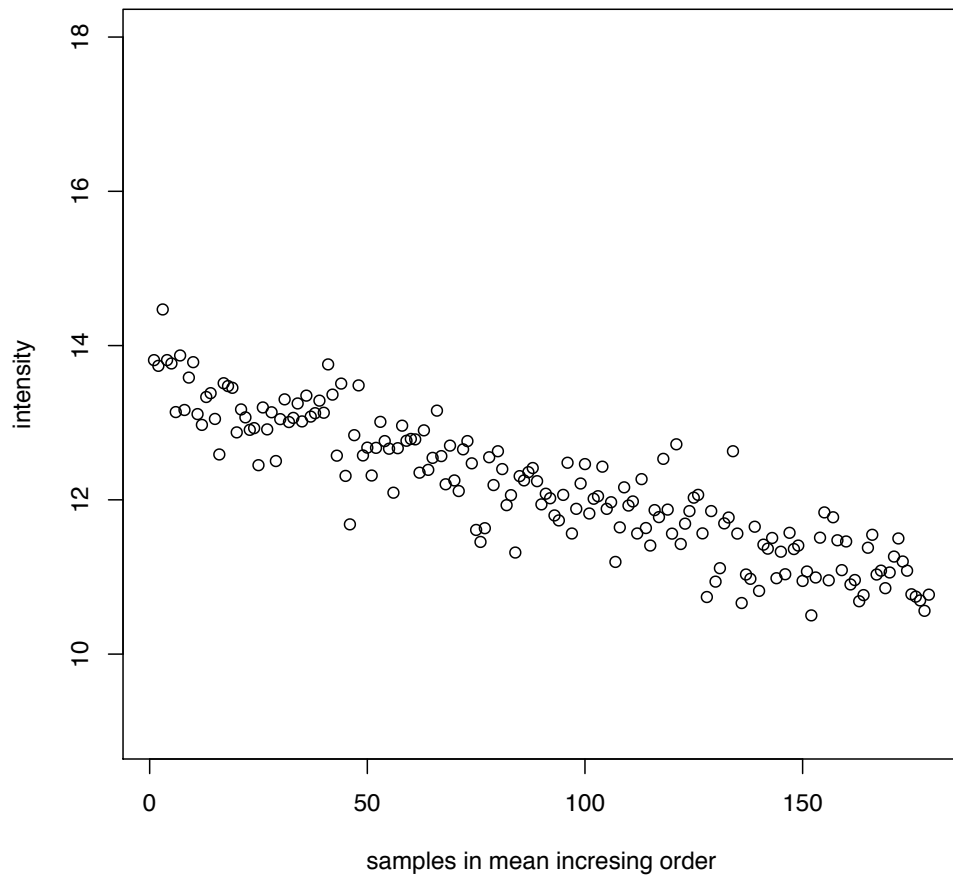

MAD_Dr_004_143364

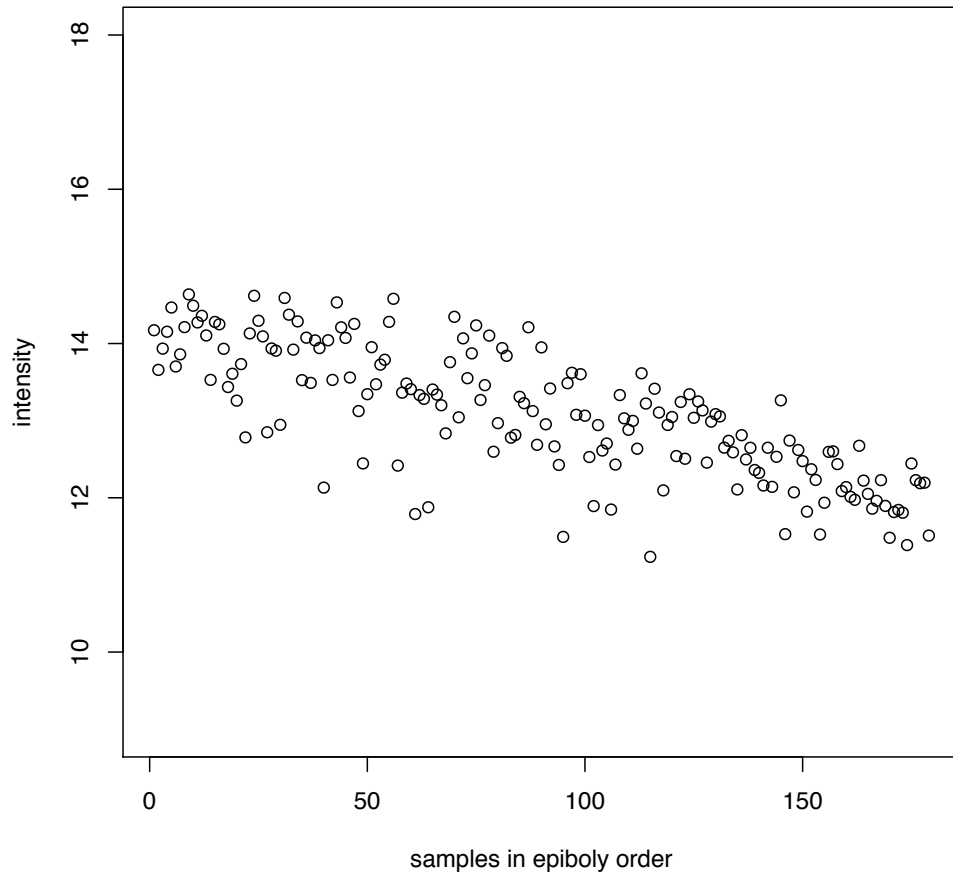

MAD_Dr_004_143364

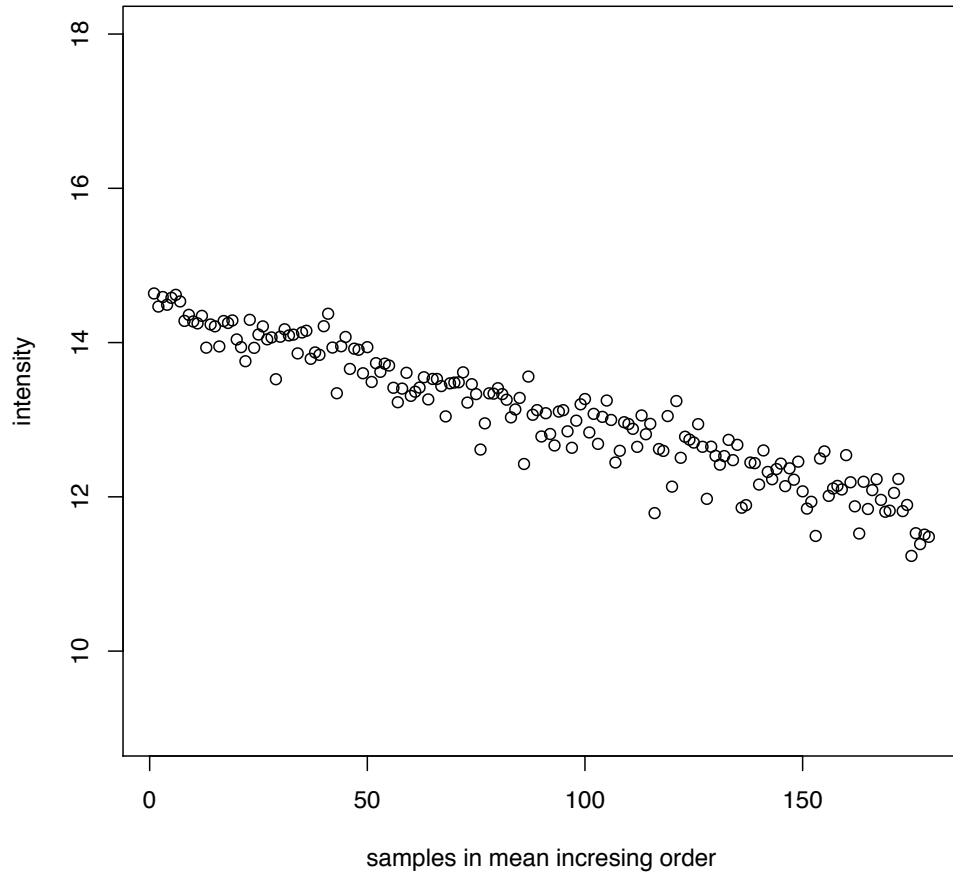

MAD_Dr_004_104630

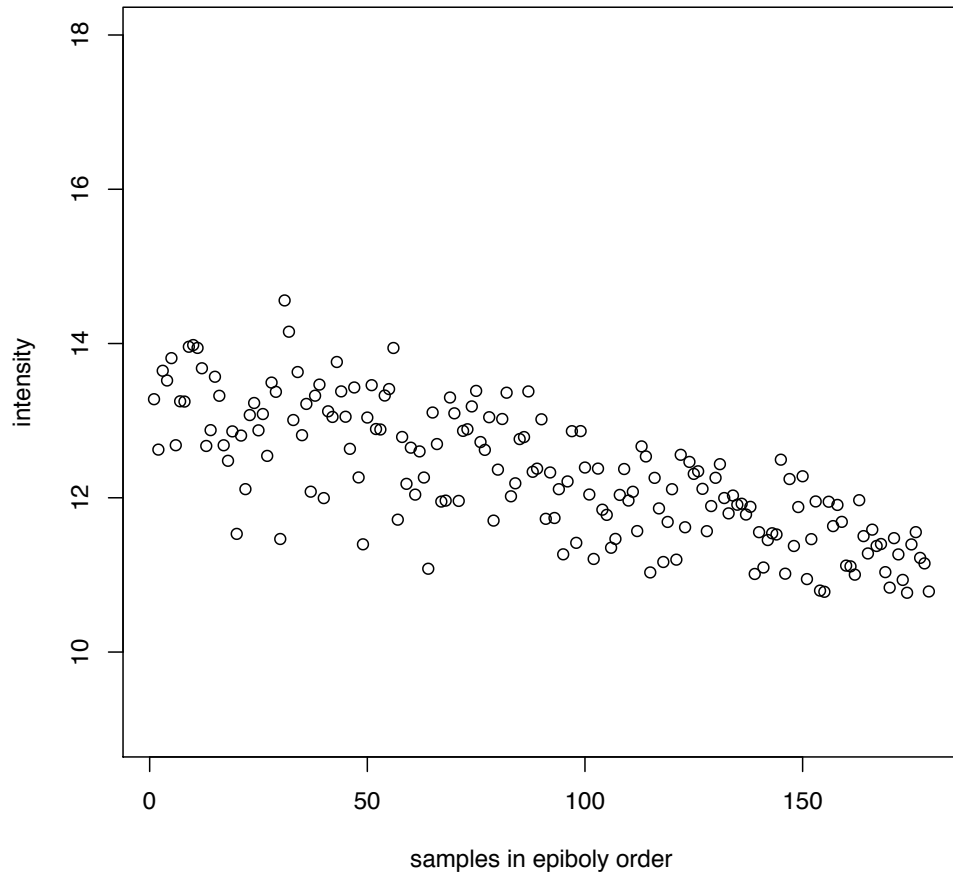

MAD_Dr_004_104630

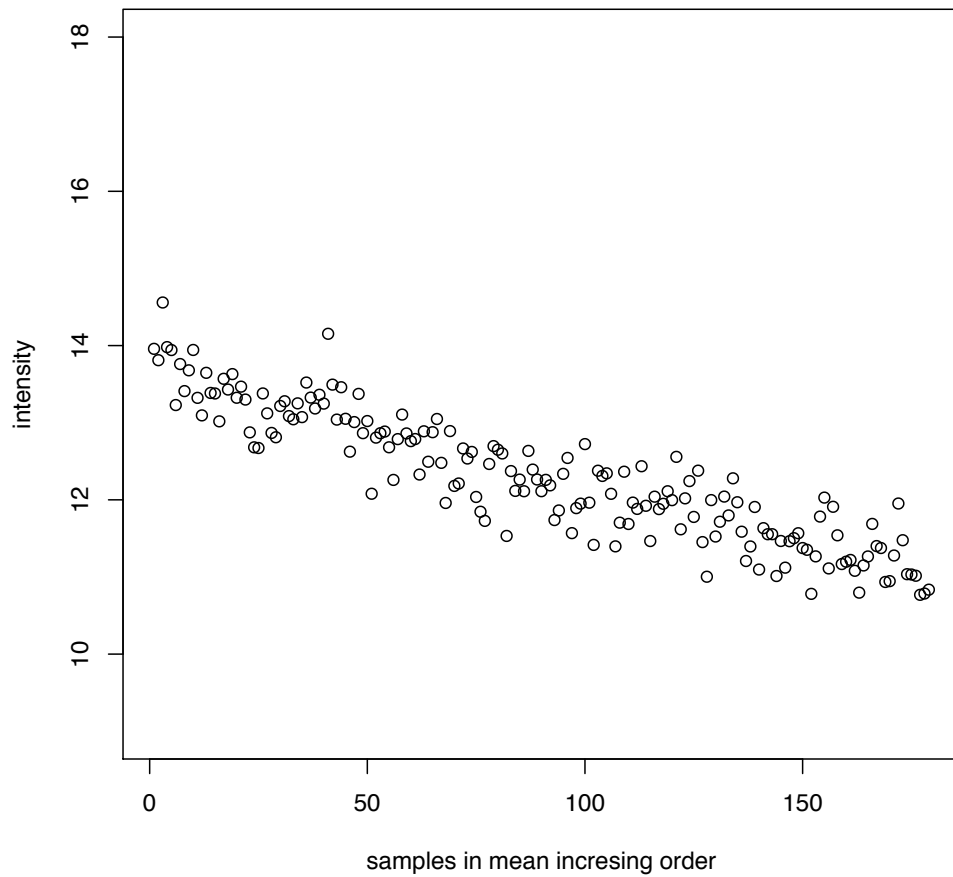

MAD_Dr_004_162396

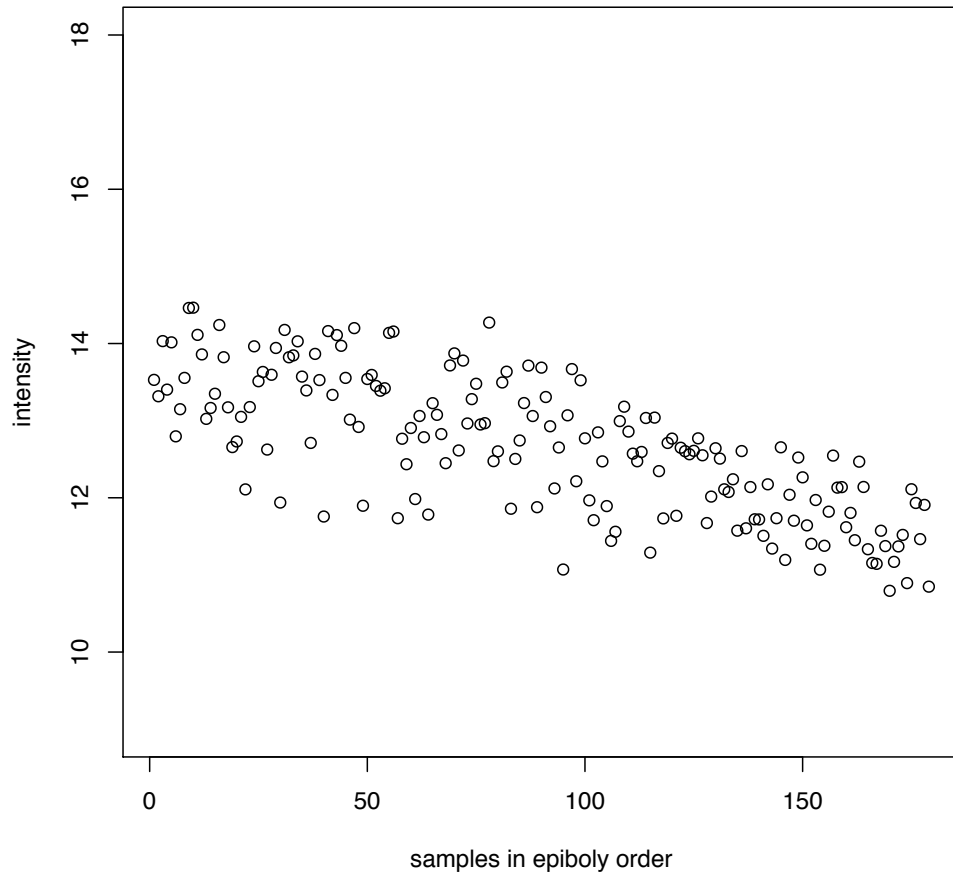

MAD_Dr_004_162396

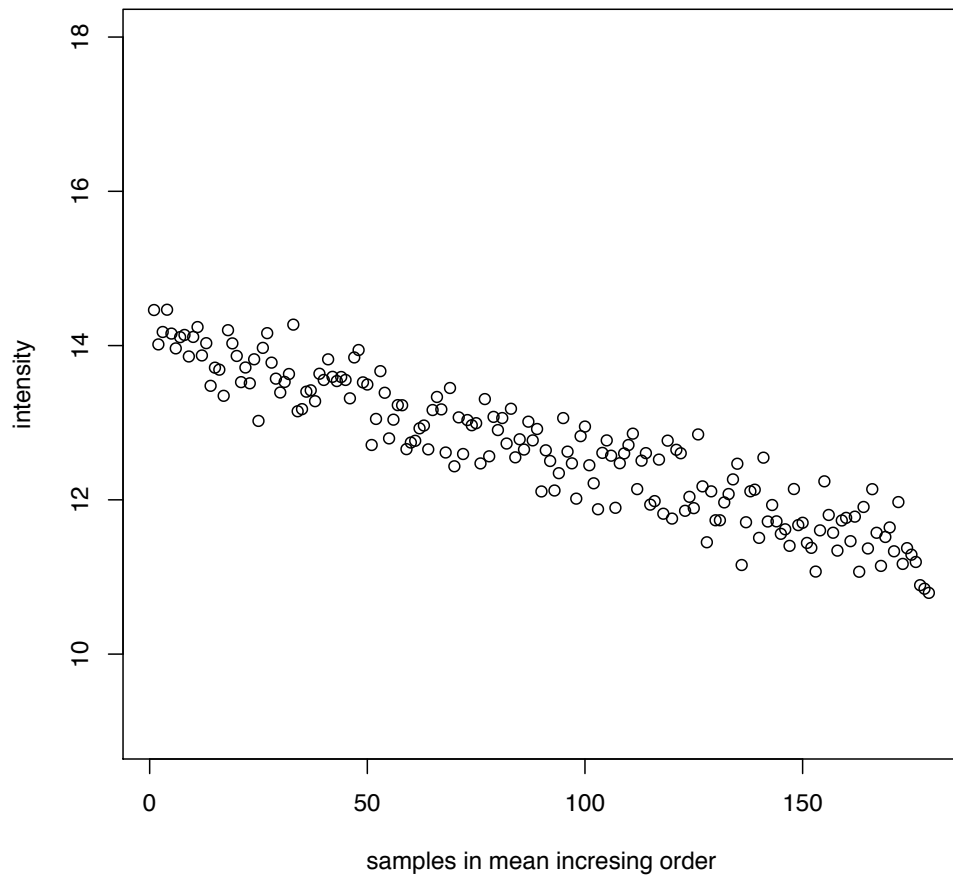

MAD_Dr_004_181607

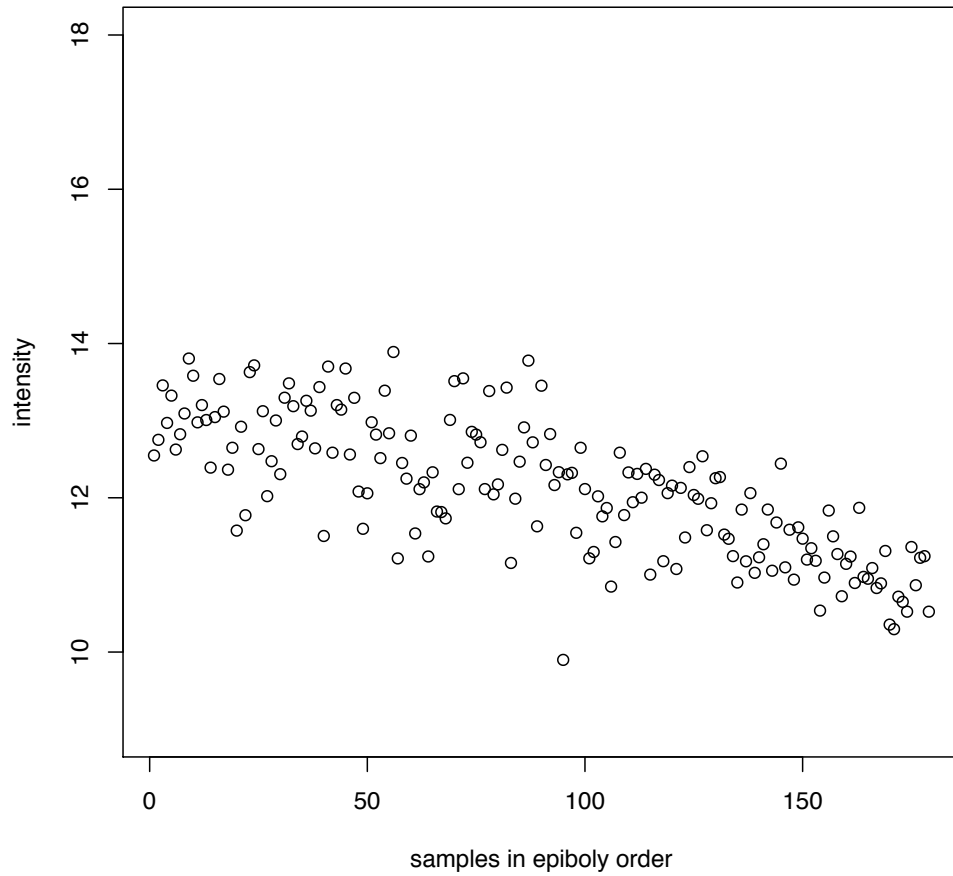

MAD_Dr_004_181607

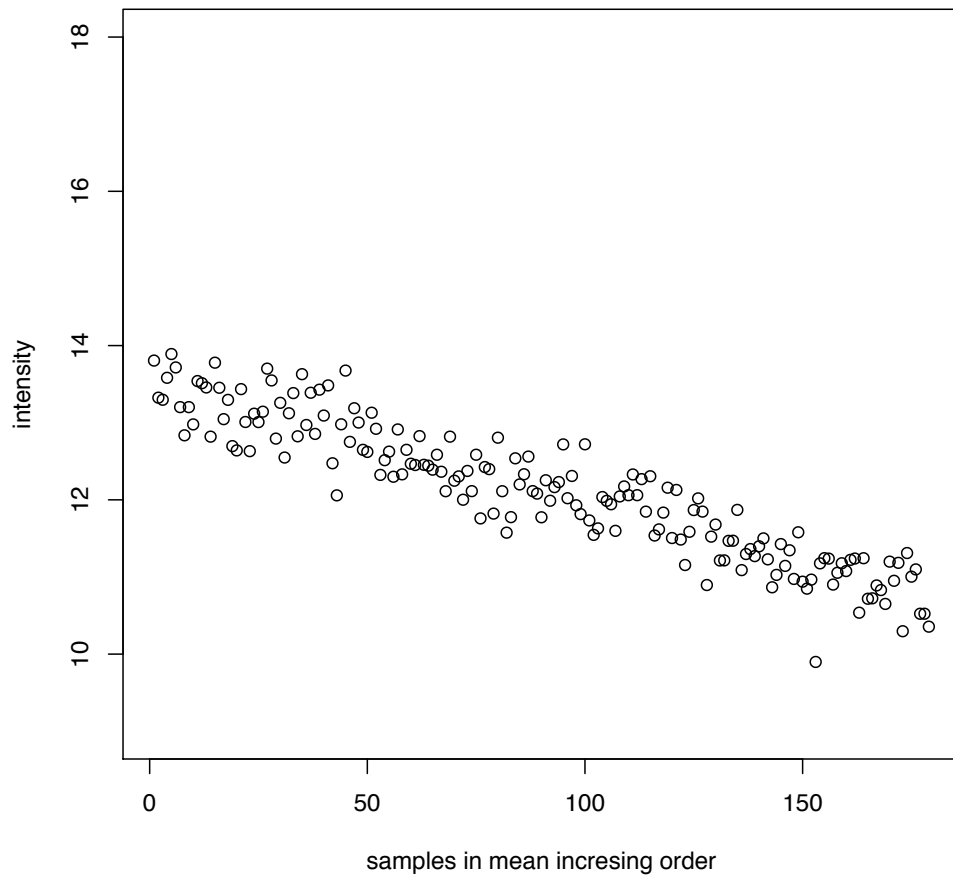

MAD_Dr_004_154384

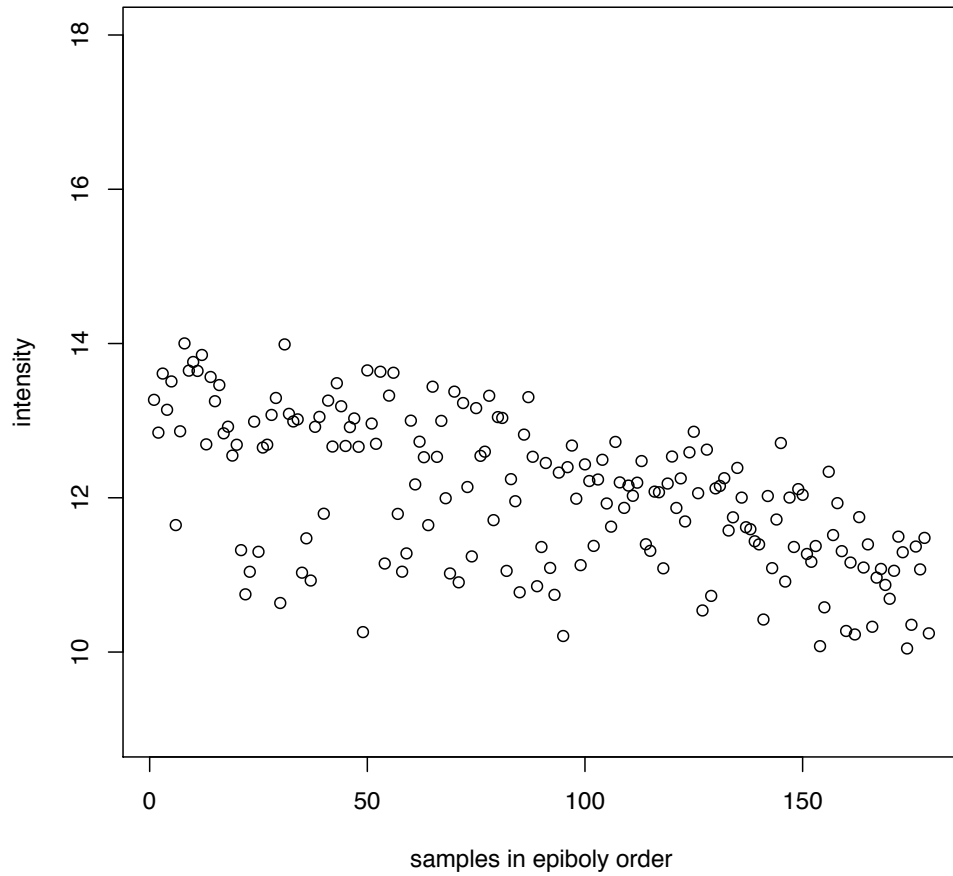

MAD_Dr_004_154384

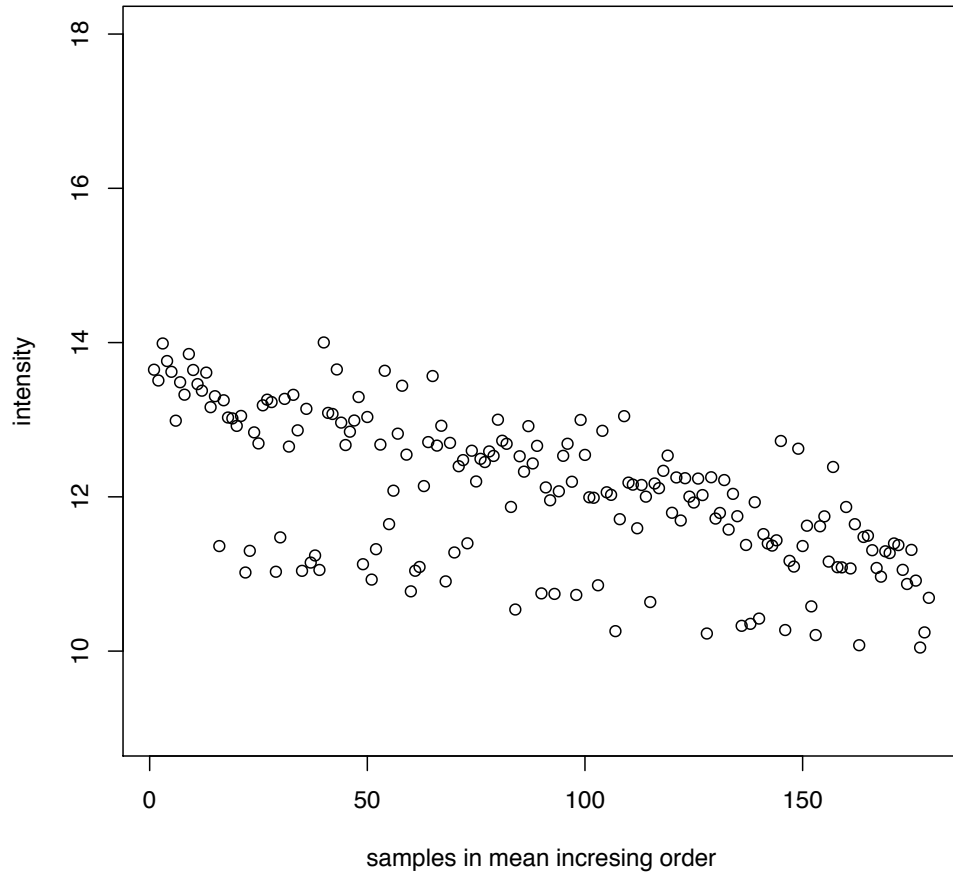

MAD_Dr_004_111055

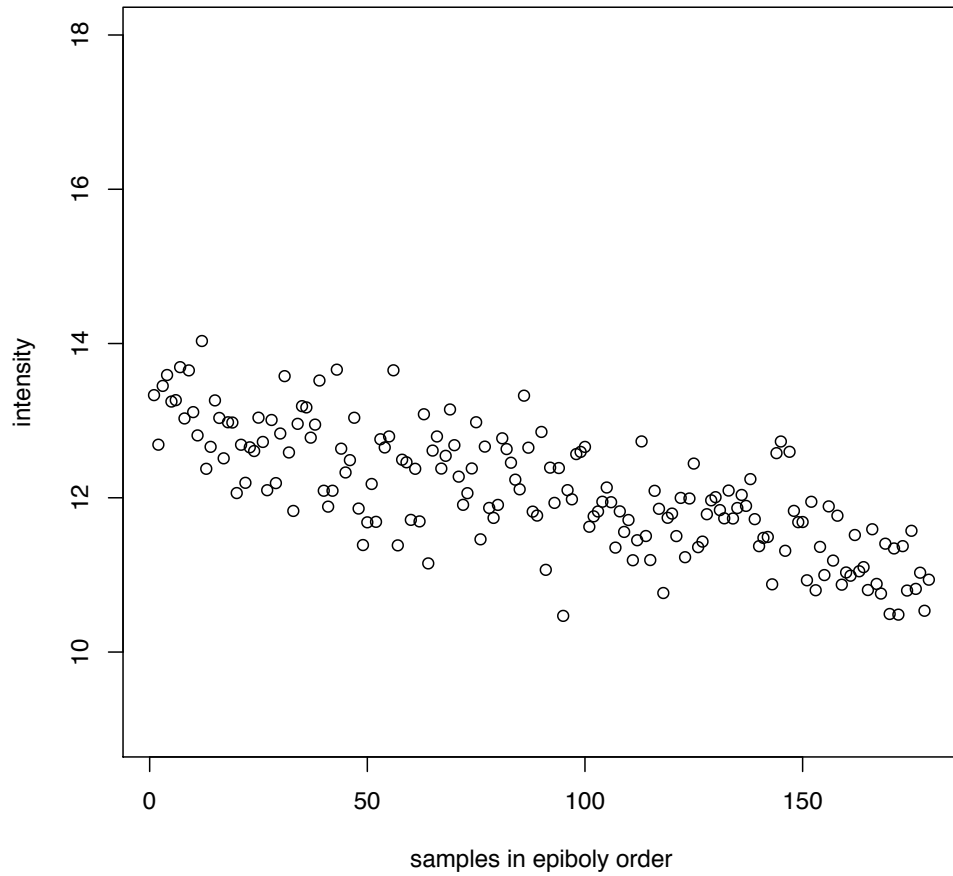

MAD_Dr_004_111055

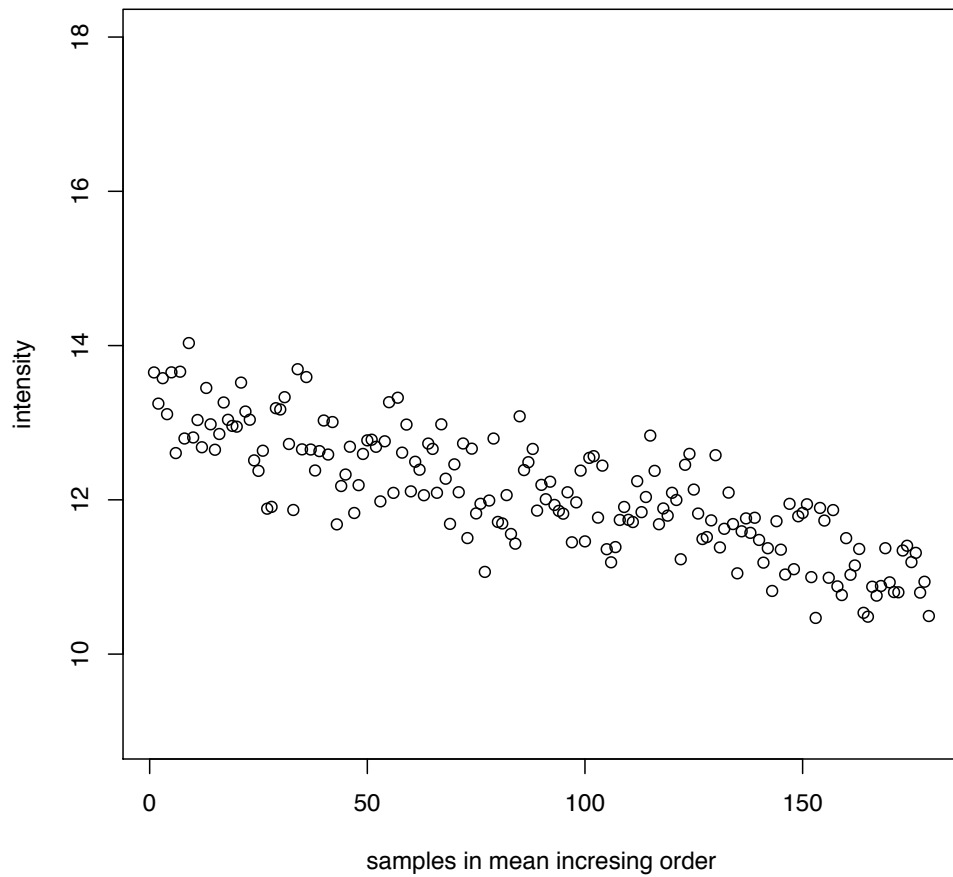

MAD_Dr_004_186764

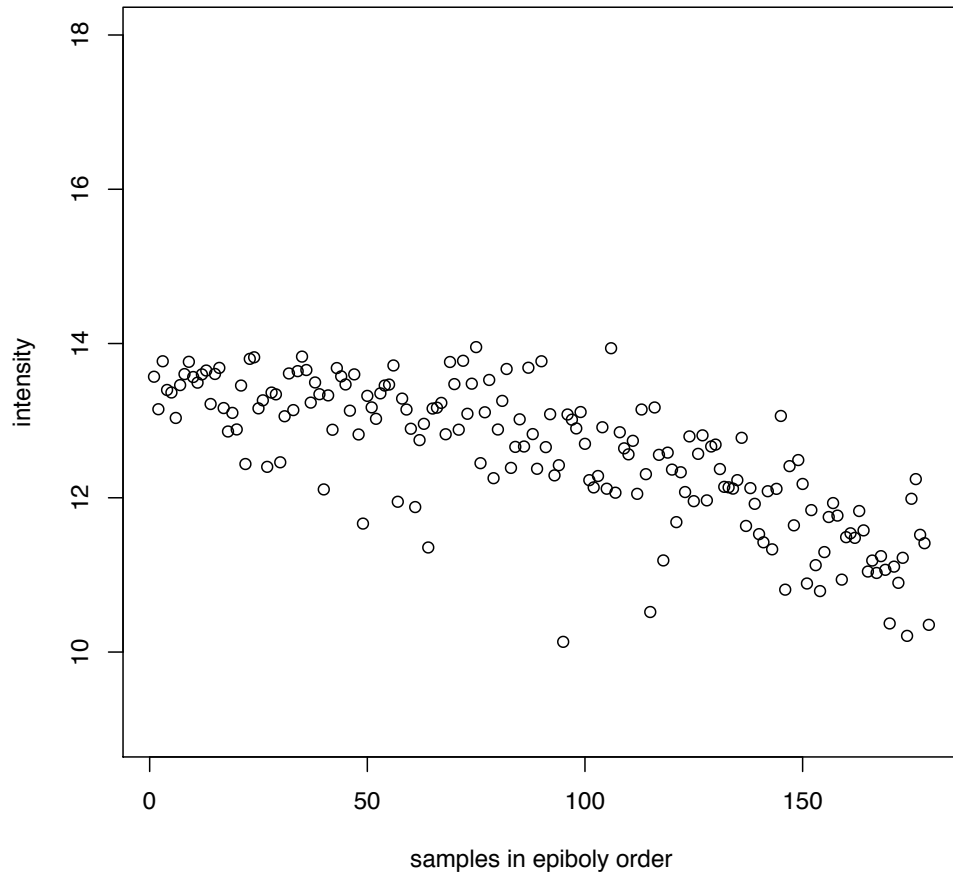

MAD_Dr_004_186764

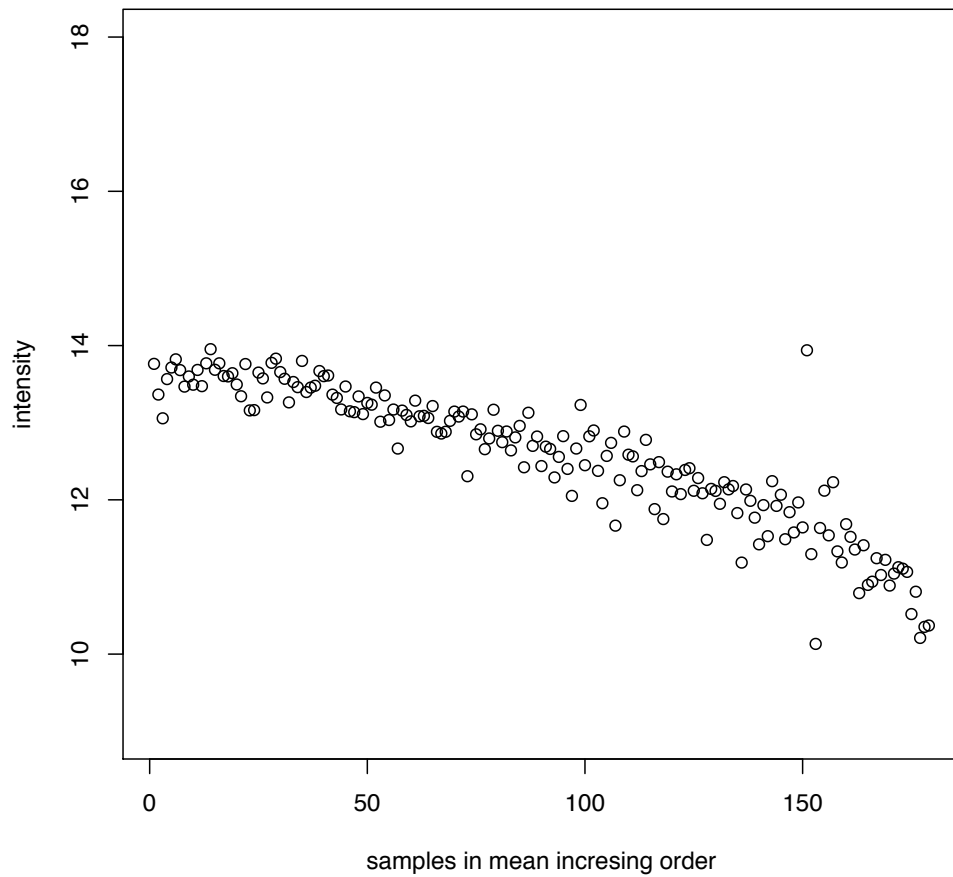

MAD_Dr_004_152008

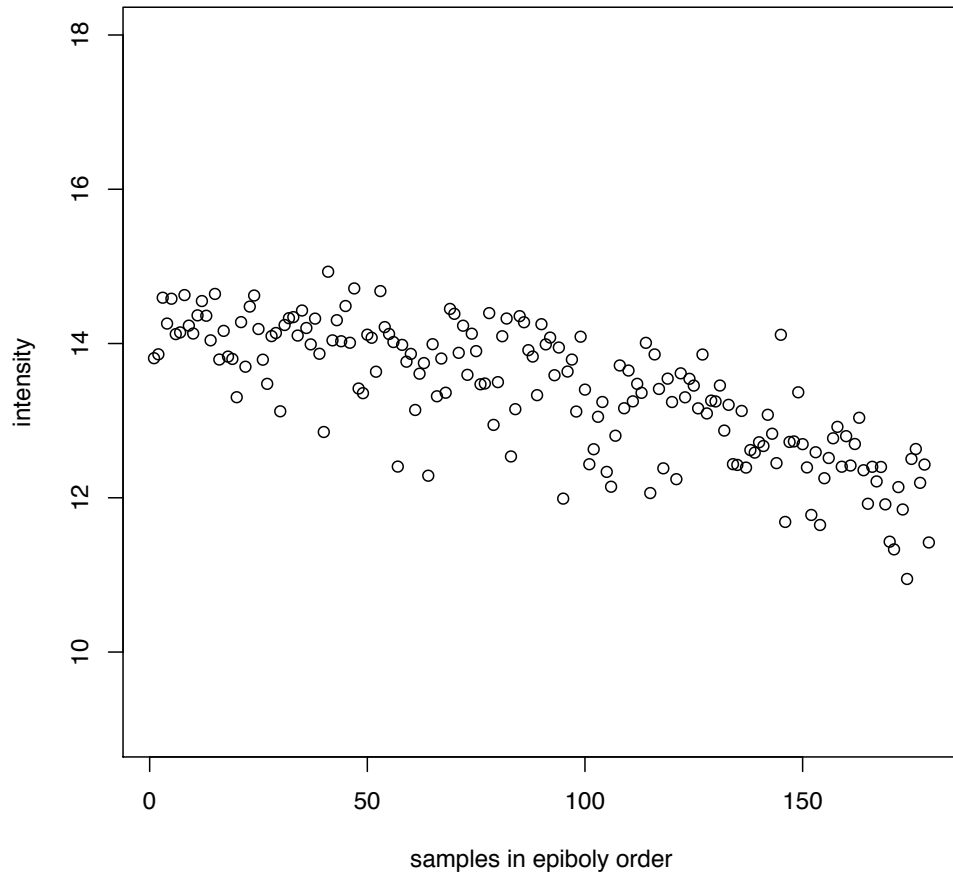

MAD_Dr_004_152008

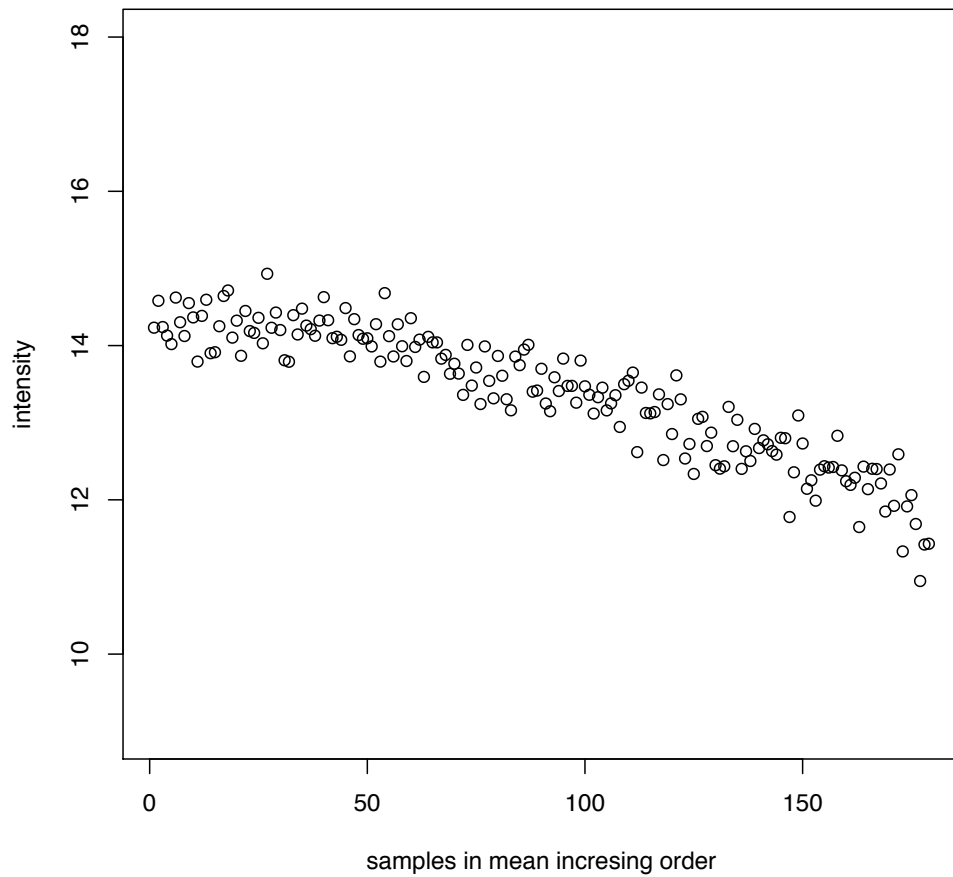

MAD_Dr_004_176139

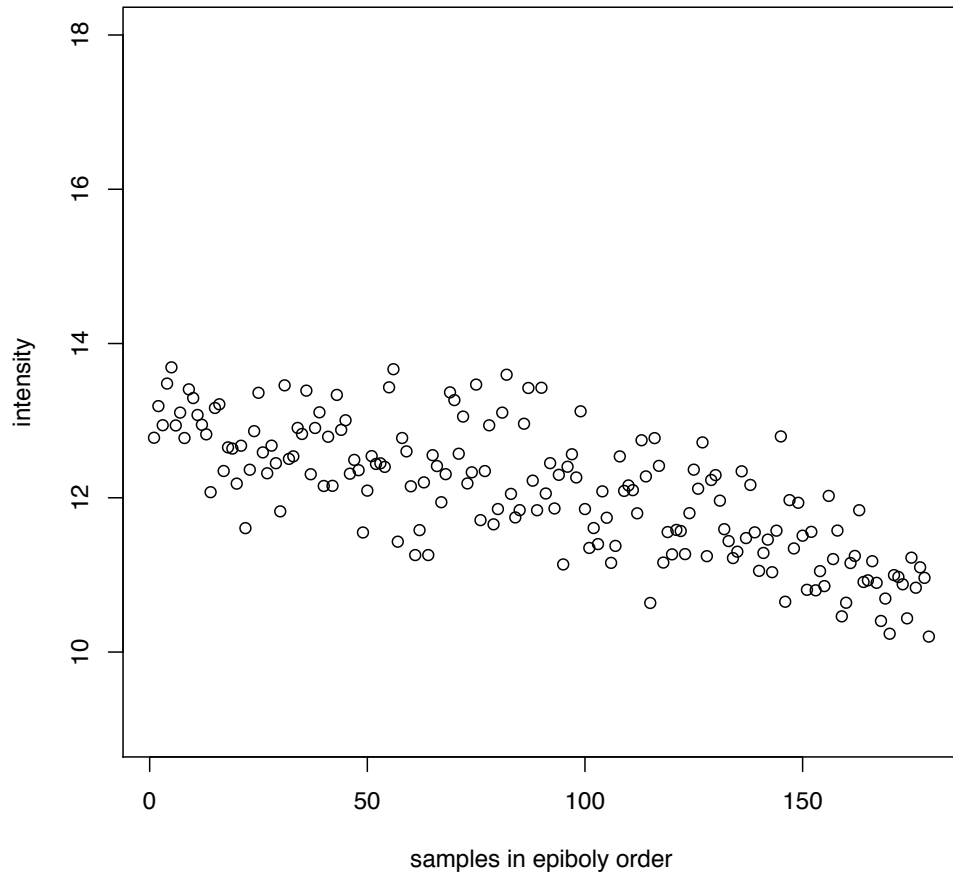

MAD_Dr_004_176139

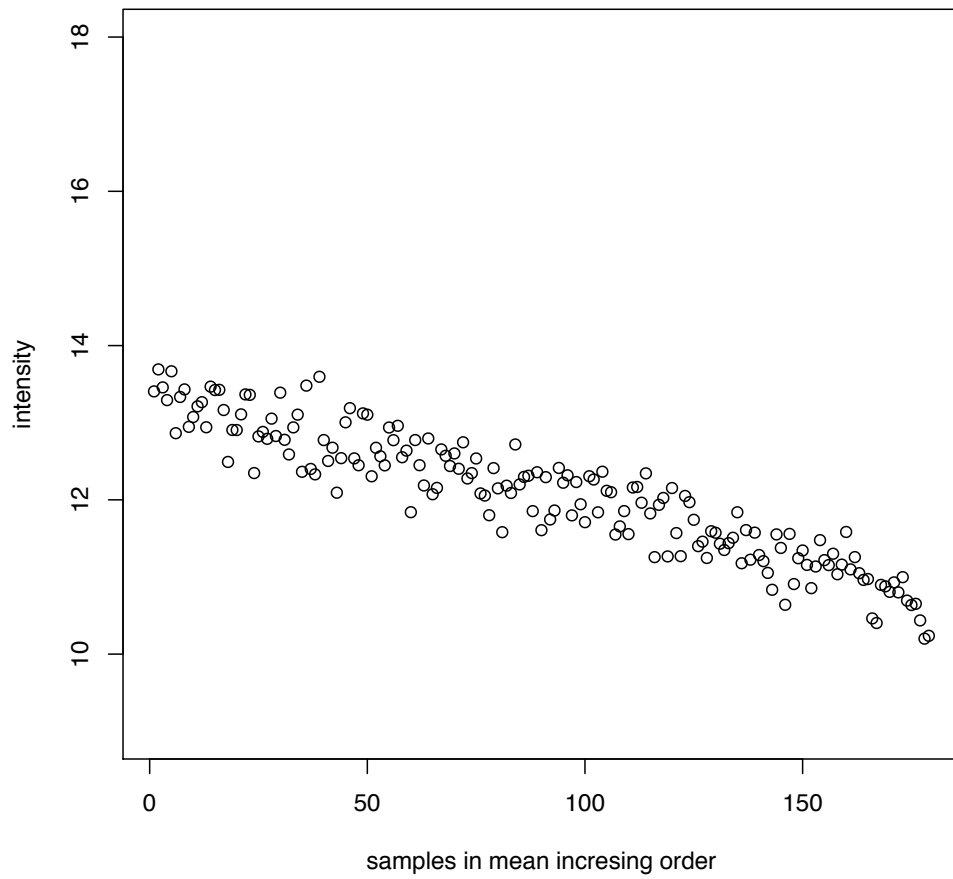

MAD_Dr_004_114003

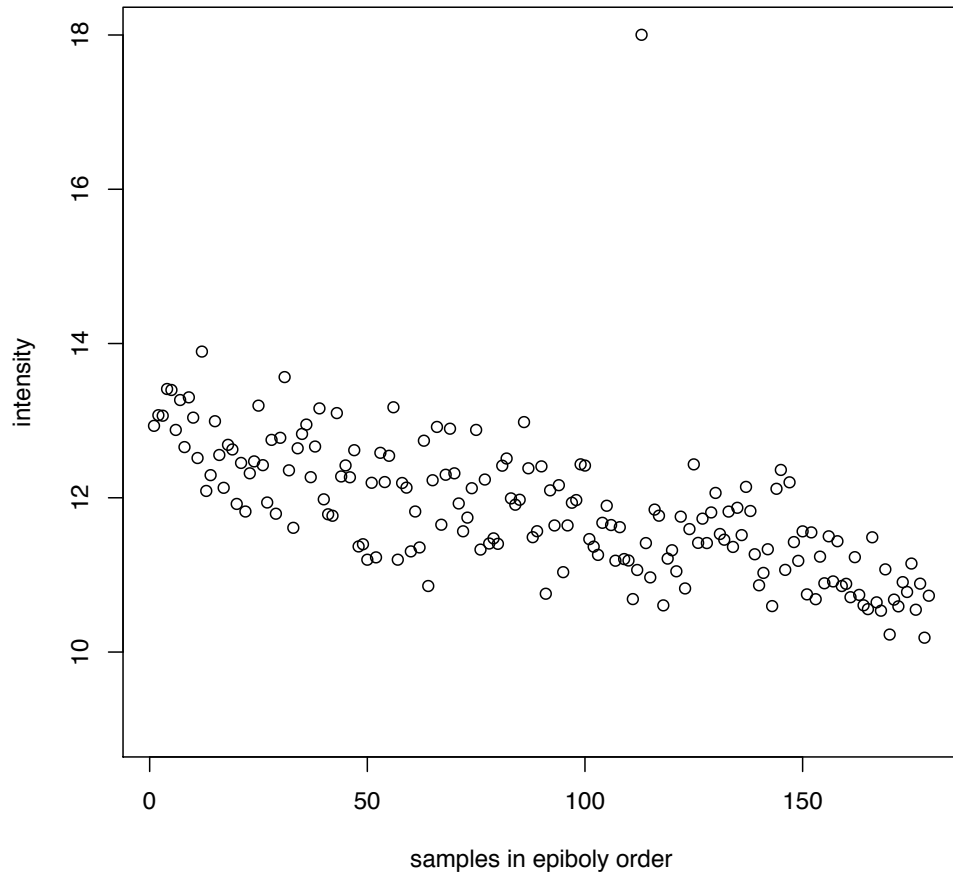

MAD_Dr_004_114003

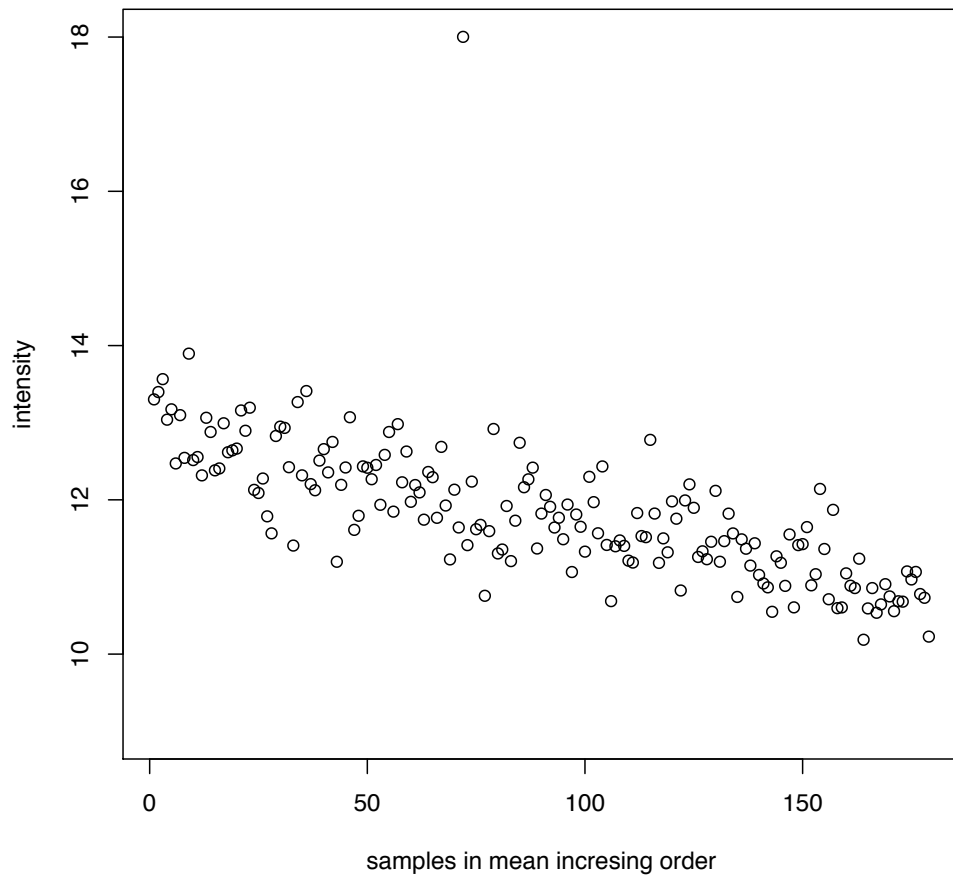

MAD_Dr_004_175081

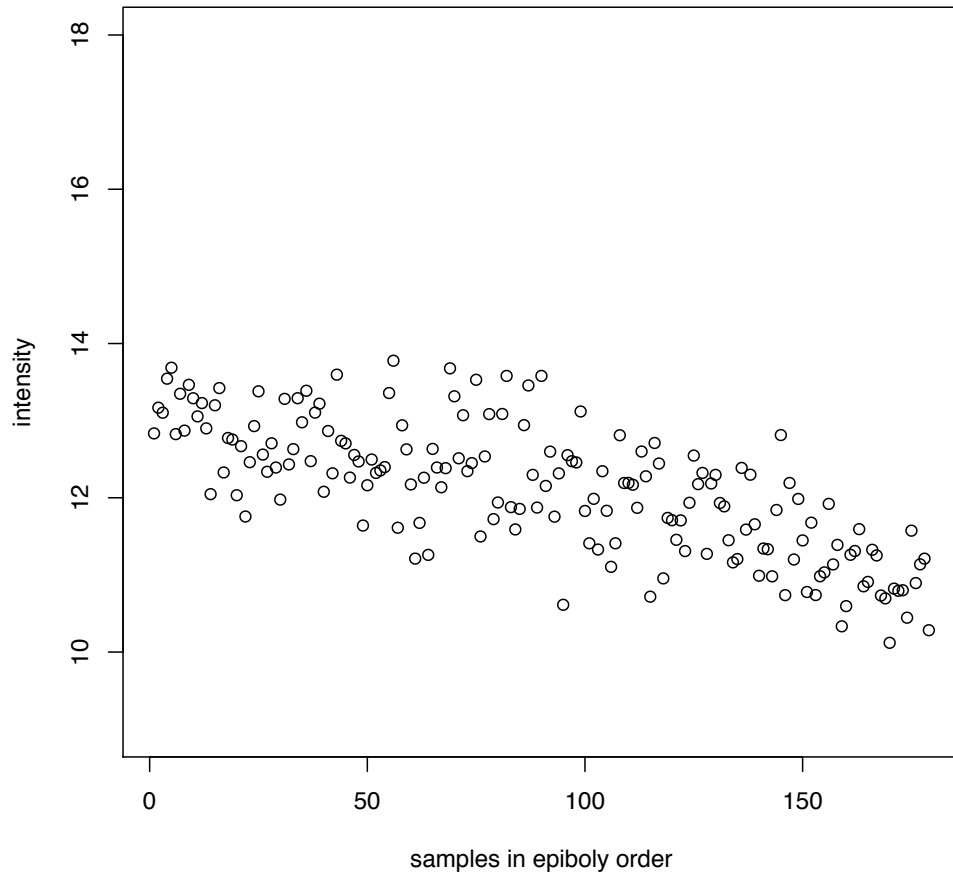

MAD_Dr_004_175081

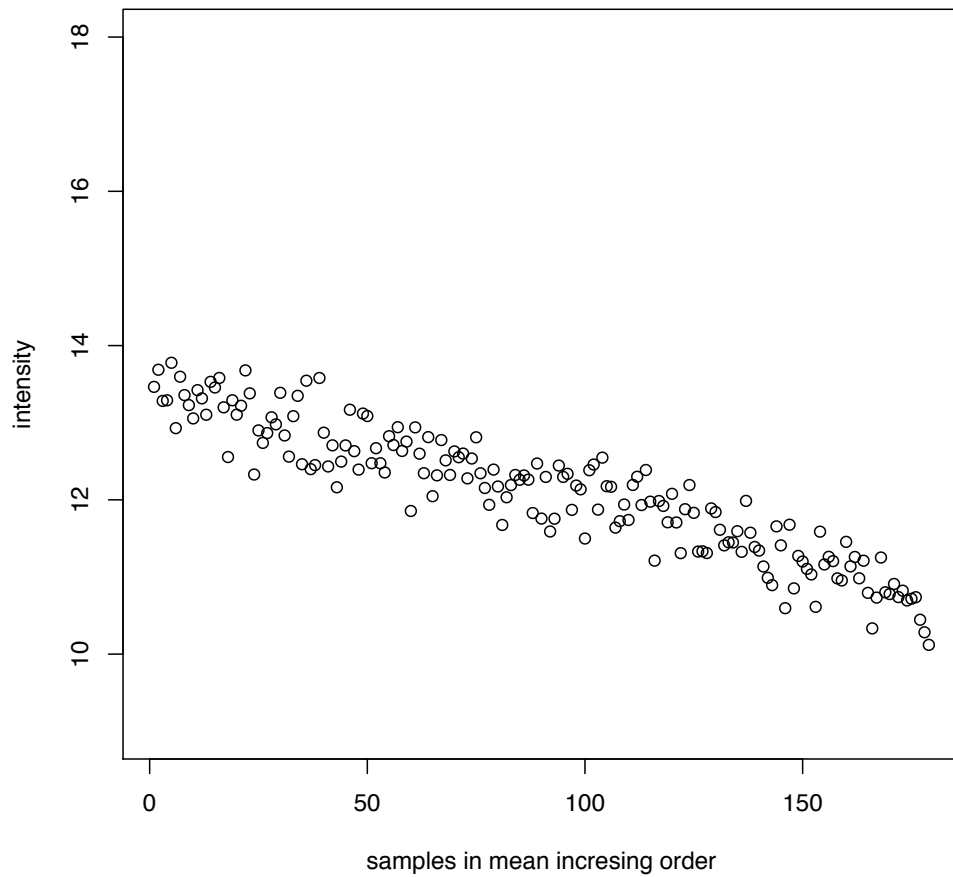

MAD_Dr_004_171230

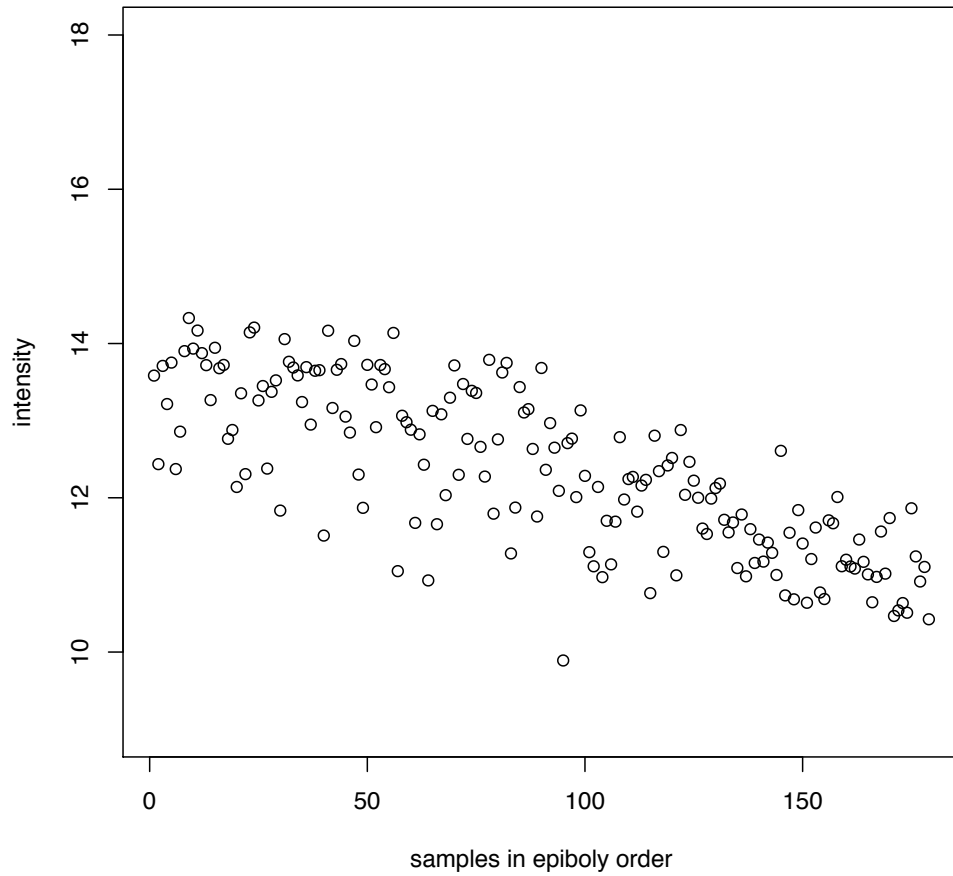

MAD_Dr_004_171230

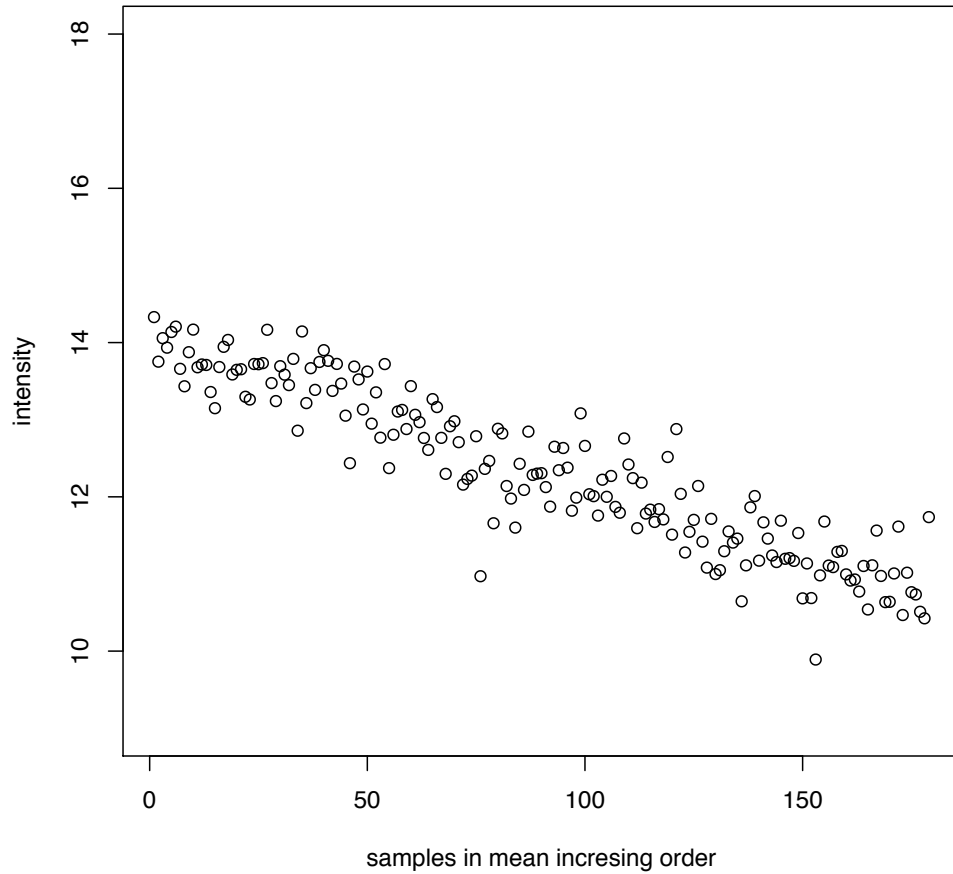

MAD_Dr_004_152115

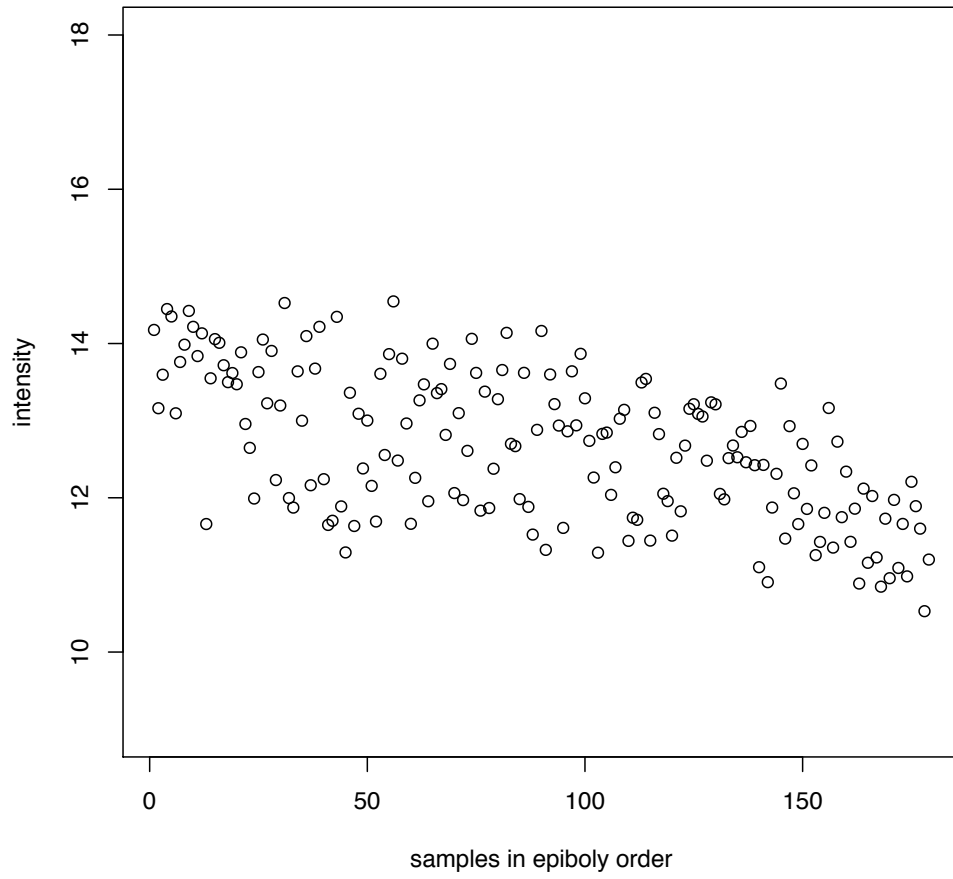

MAD_Dr_004_152115

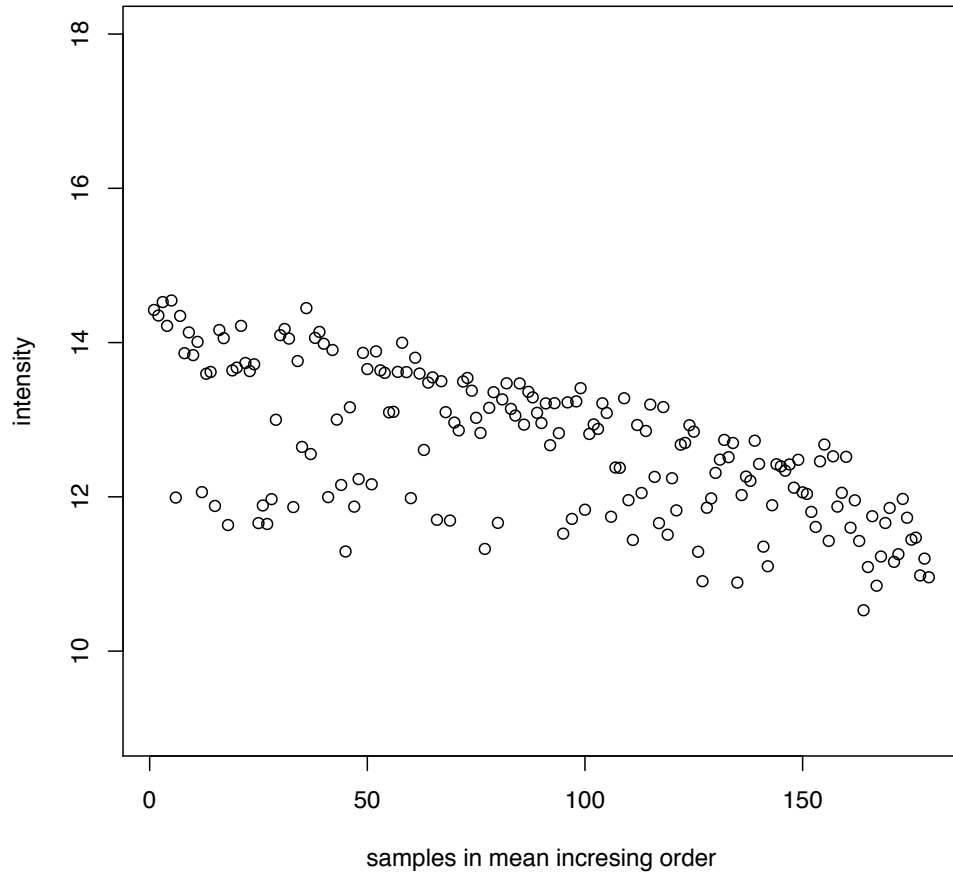

MAD_Dr_004_143740

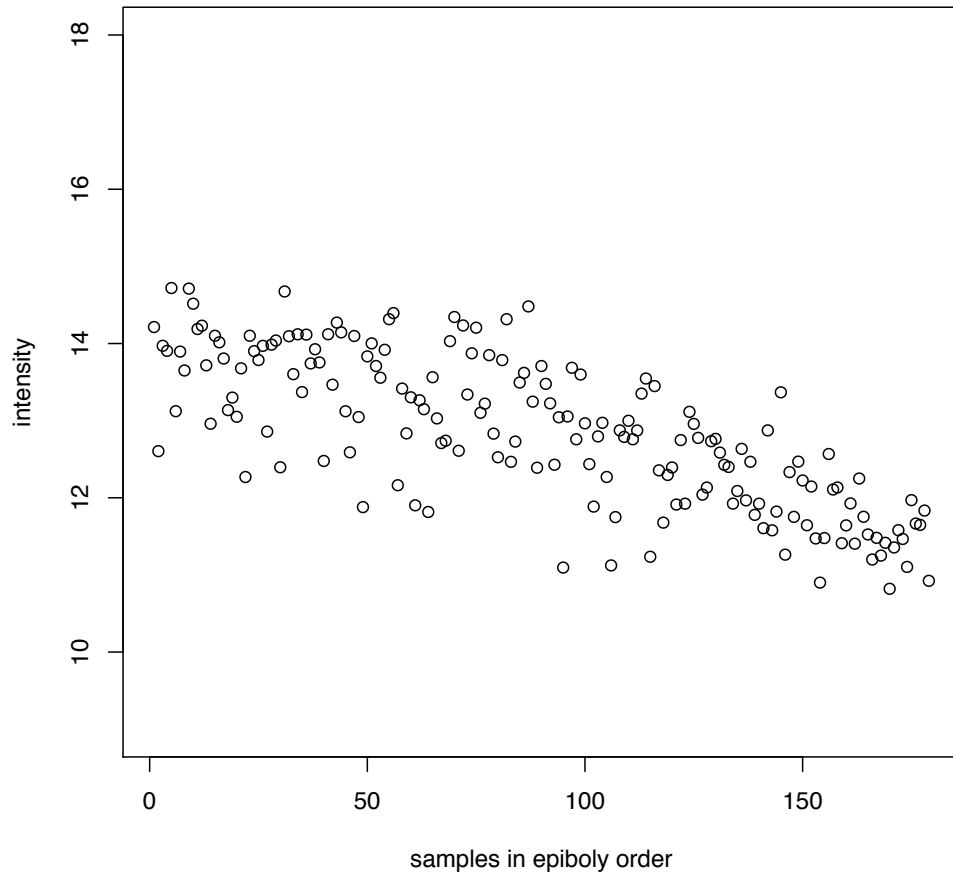

MAD_Dr_004_143740

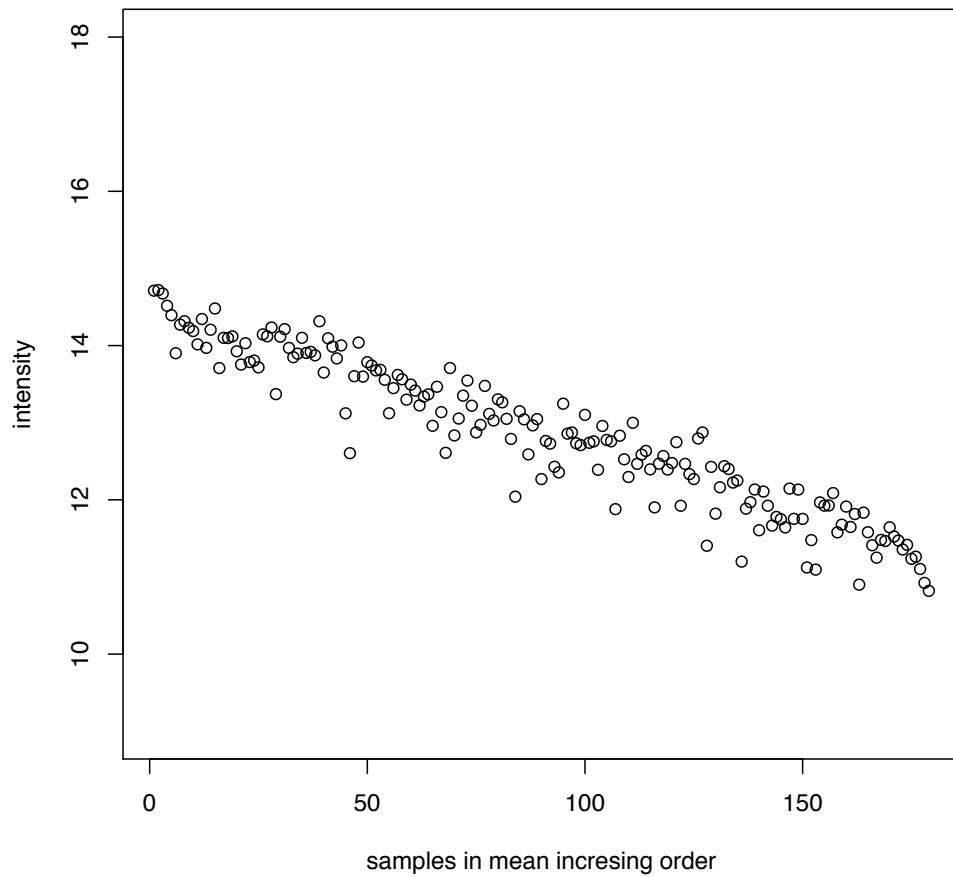

MAD_Dr_004_161893

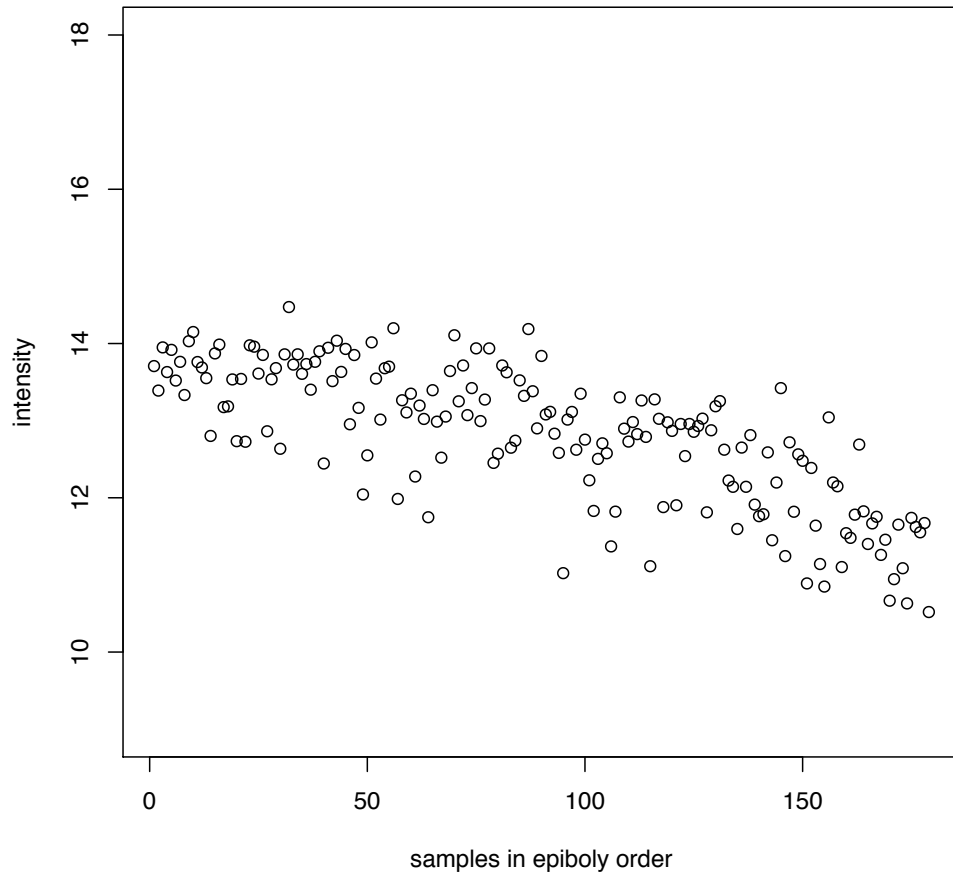

MAD_Dr_004_161893

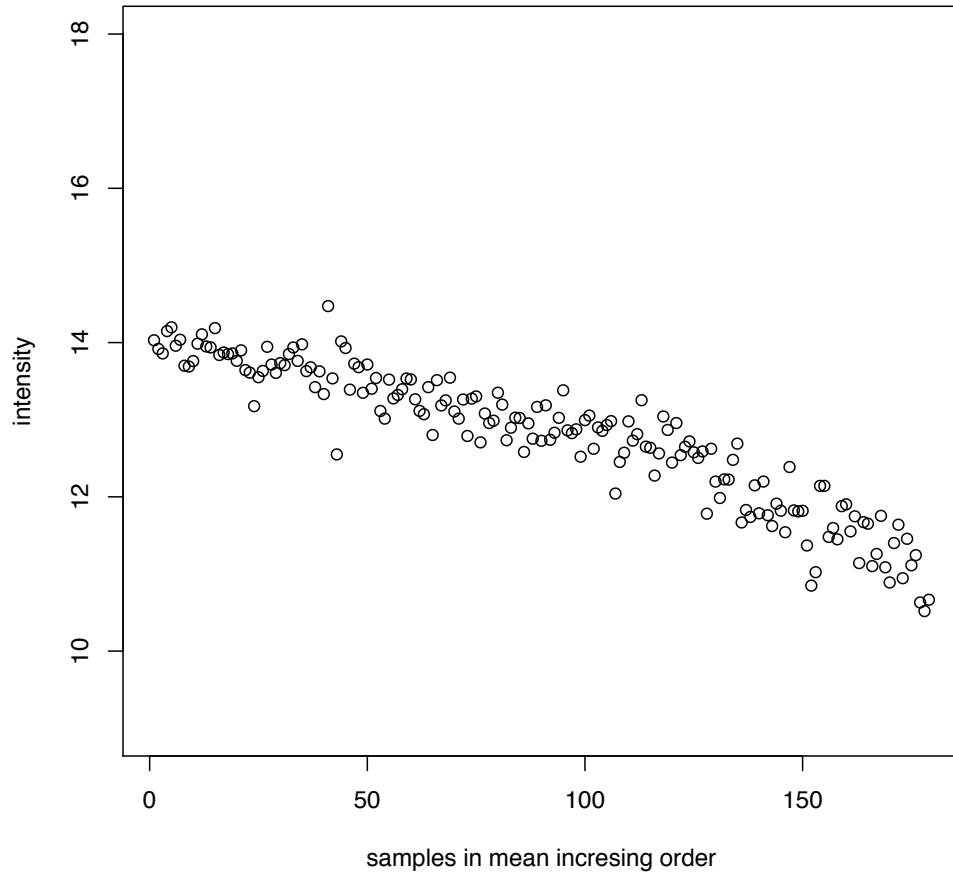

MAD_Dr_004_161878

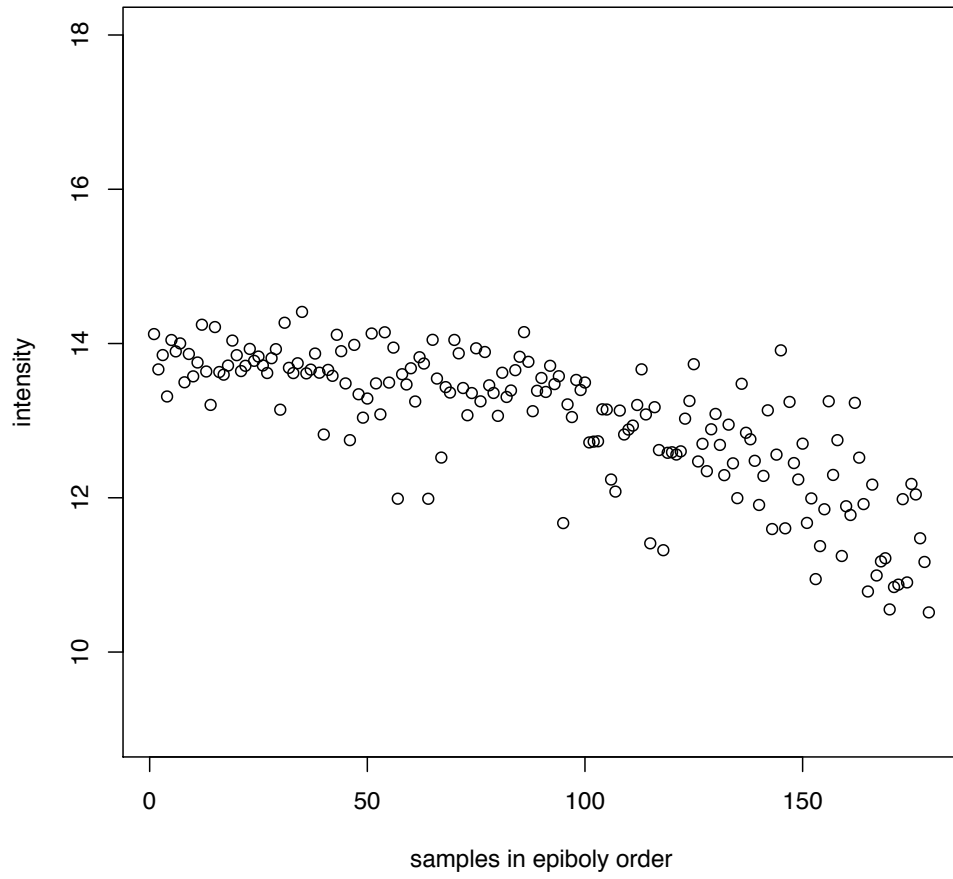

MAD_Dr_004_161878

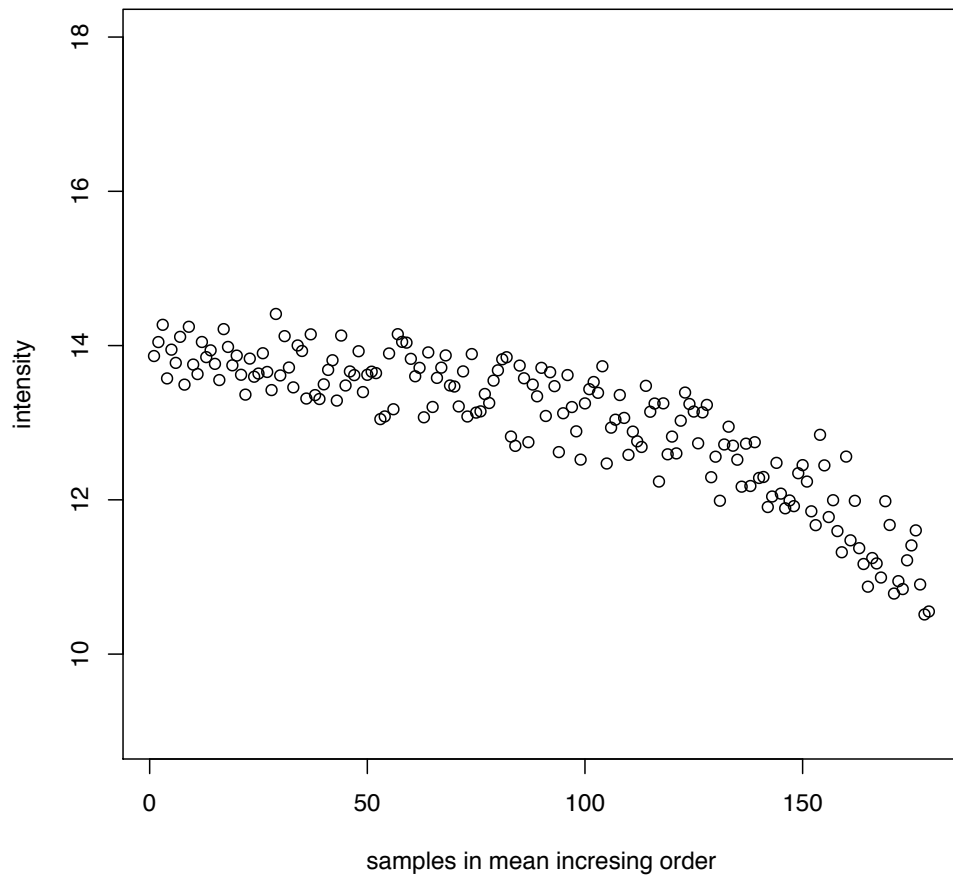

MAD_Dr_004_165517

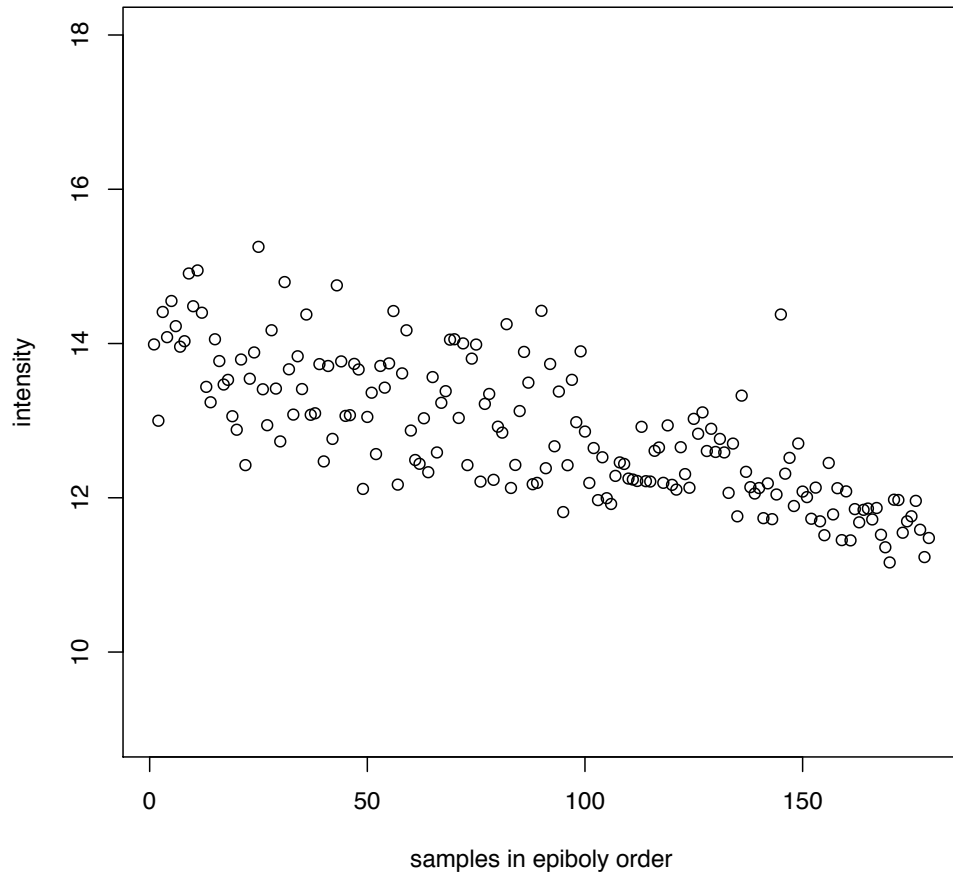

MAD_Dr_004_165517

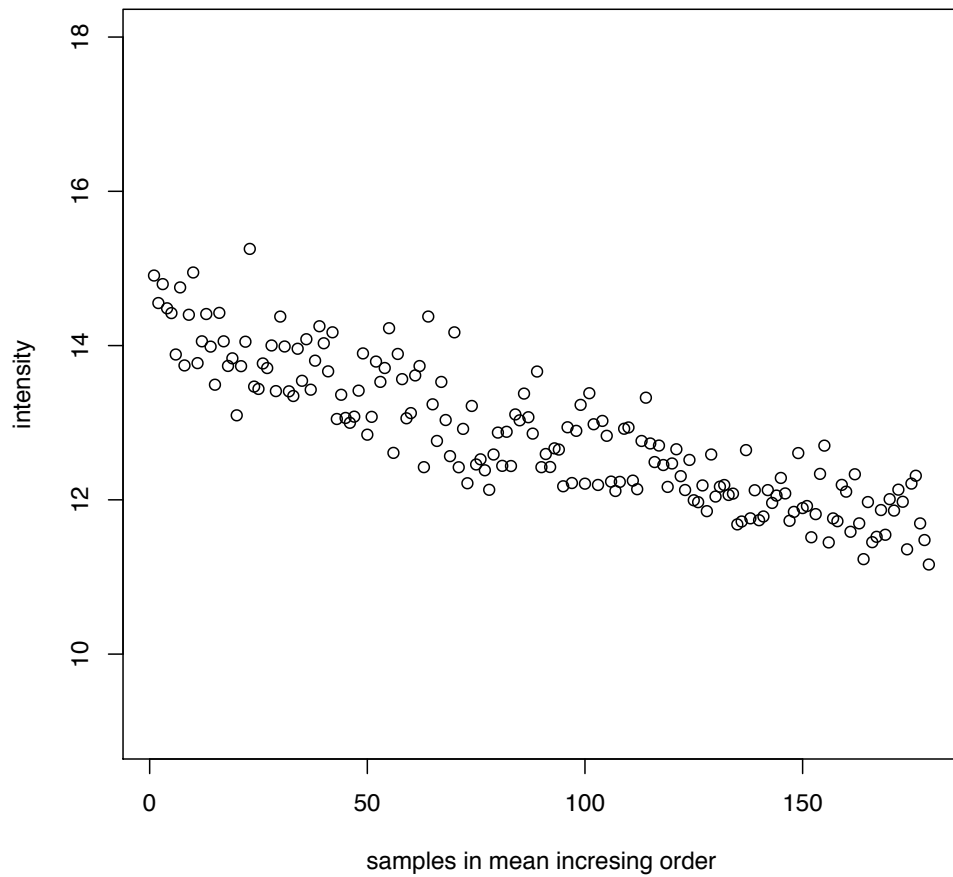

MAD_Dr_004_158523

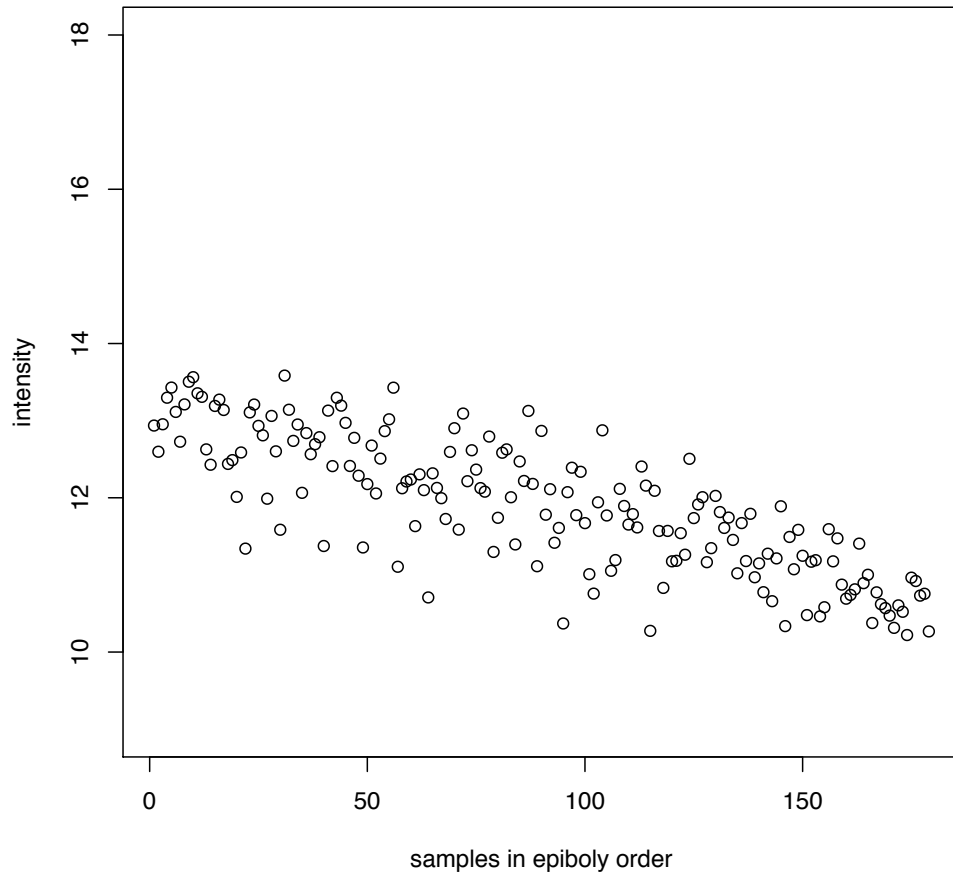

MAD_Dr_004_158523

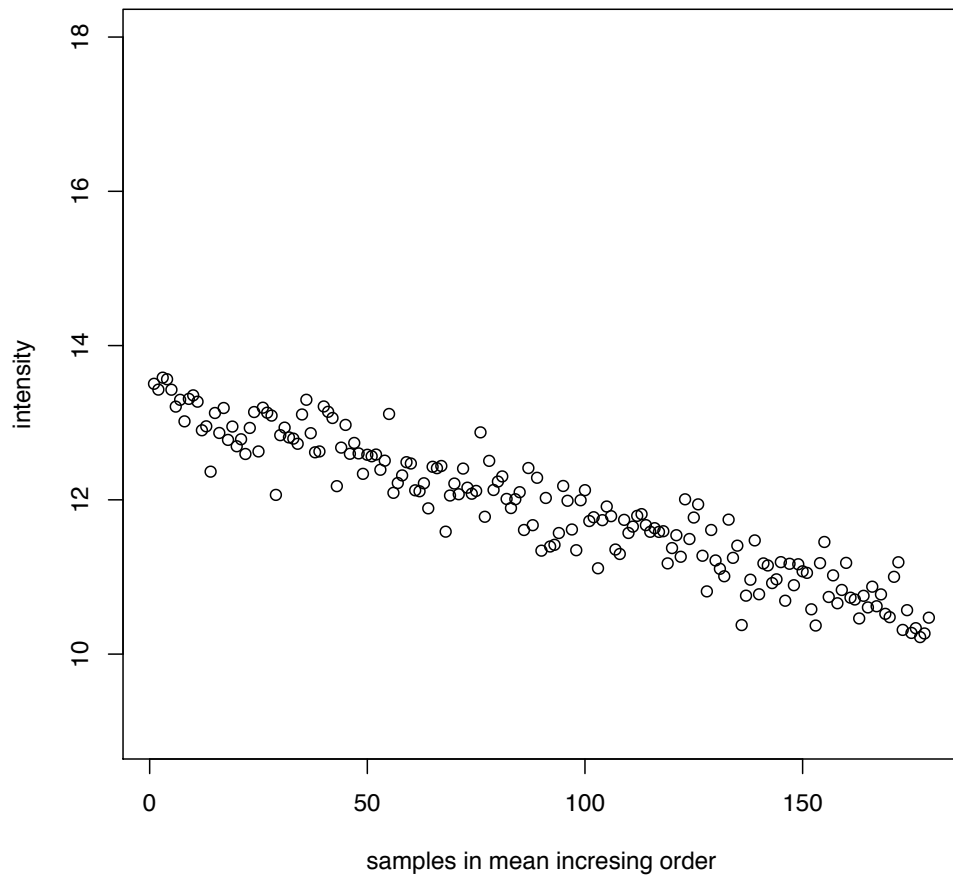

MAD_Dr_004_172904

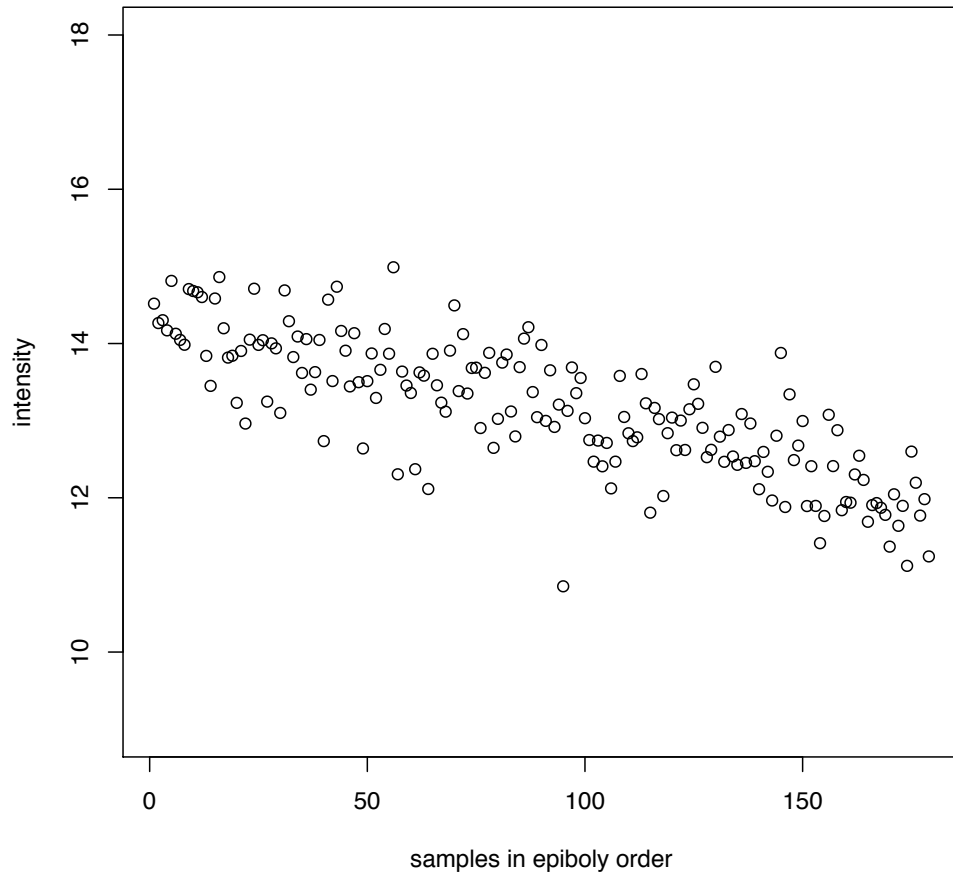

MAD_Dr_004_172904

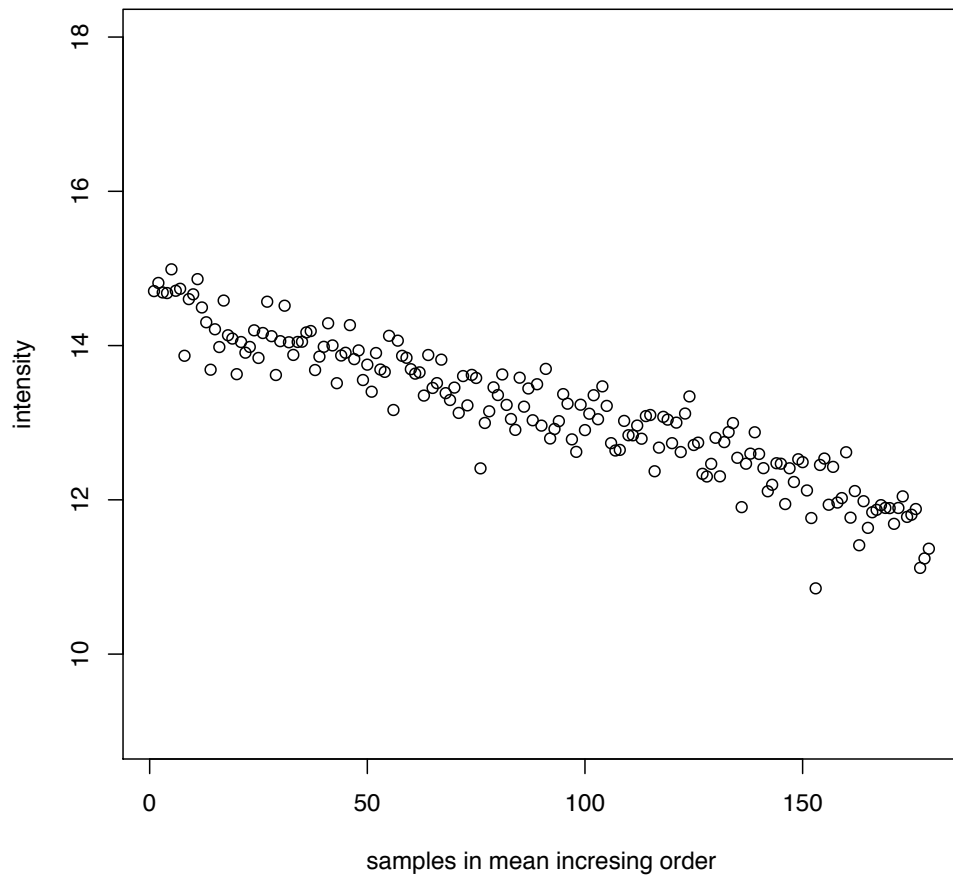

MAD_Dr_004_173406

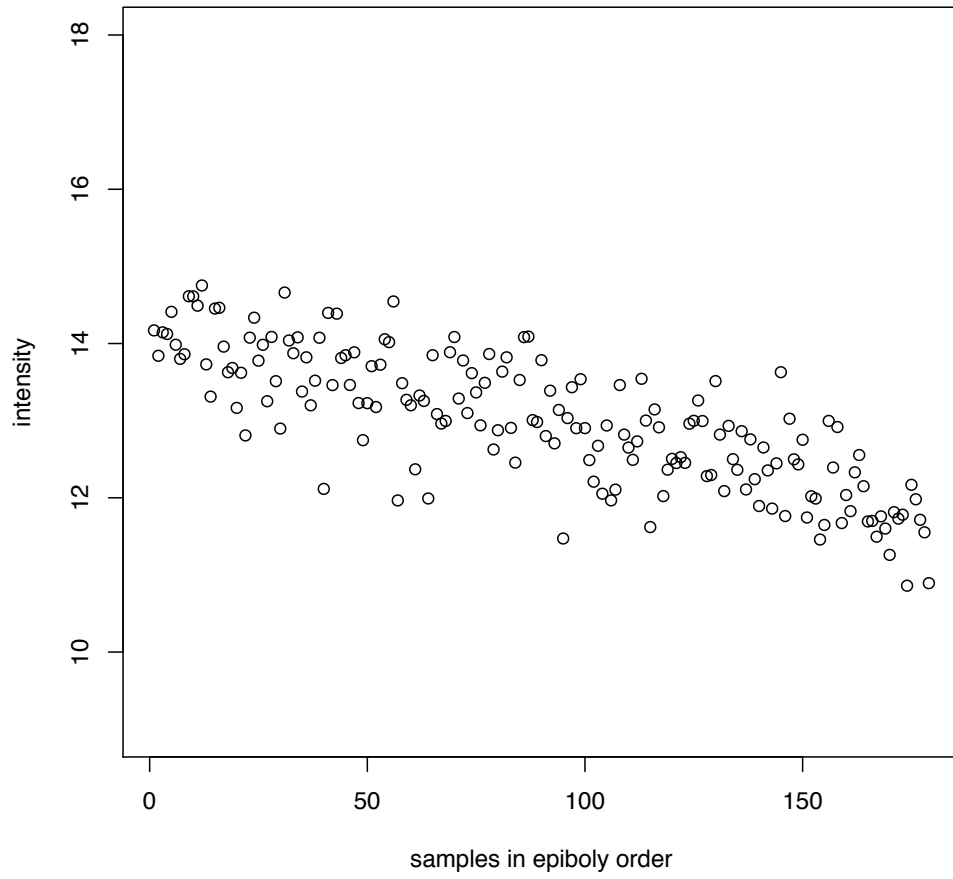

MAD_Dr_004_173406

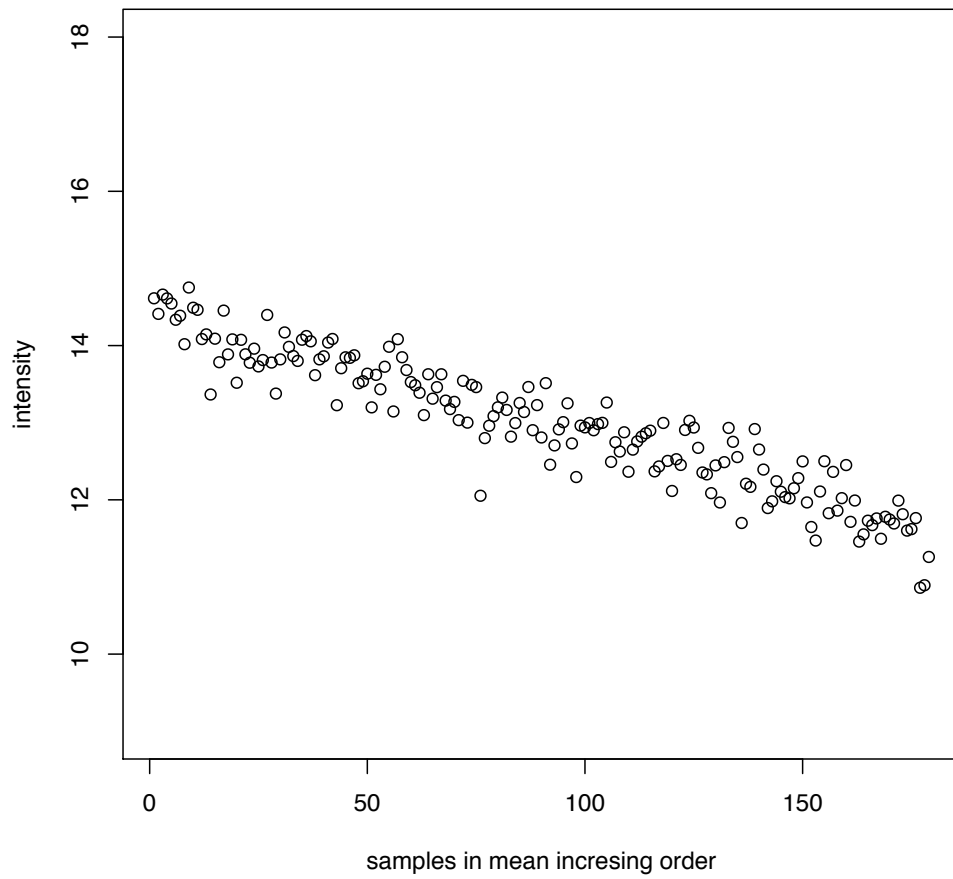

MAD_Dr_004_154808

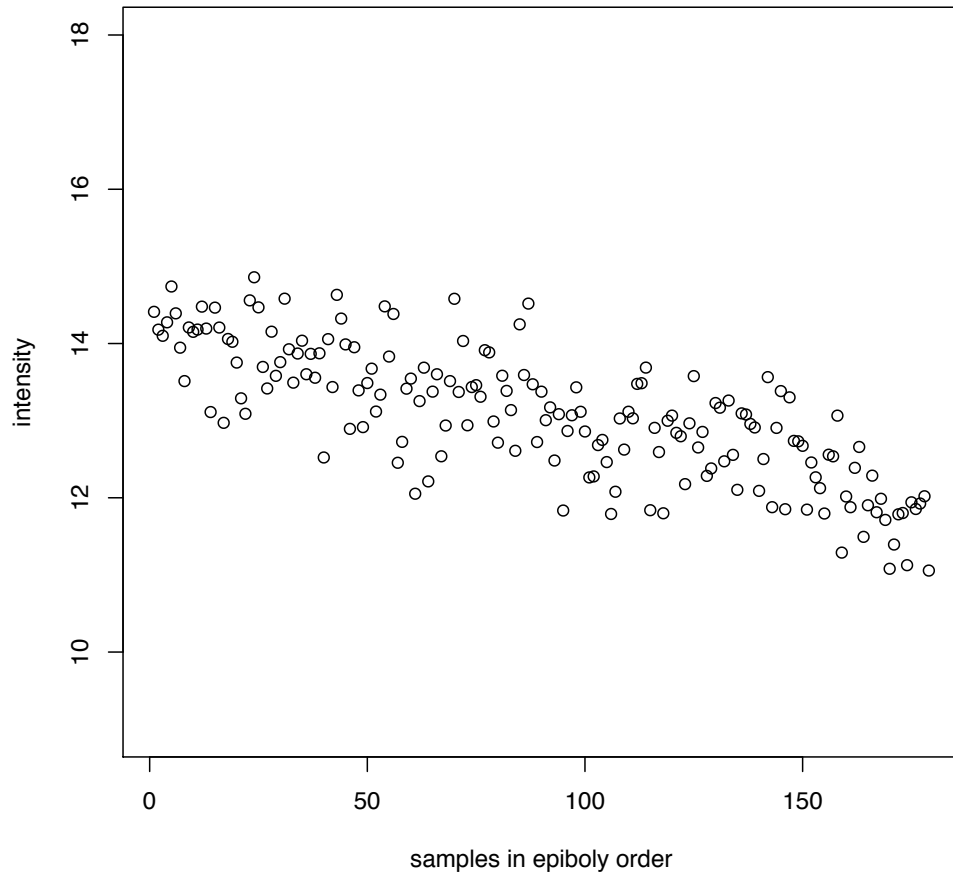

MAD_Dr_004_154808

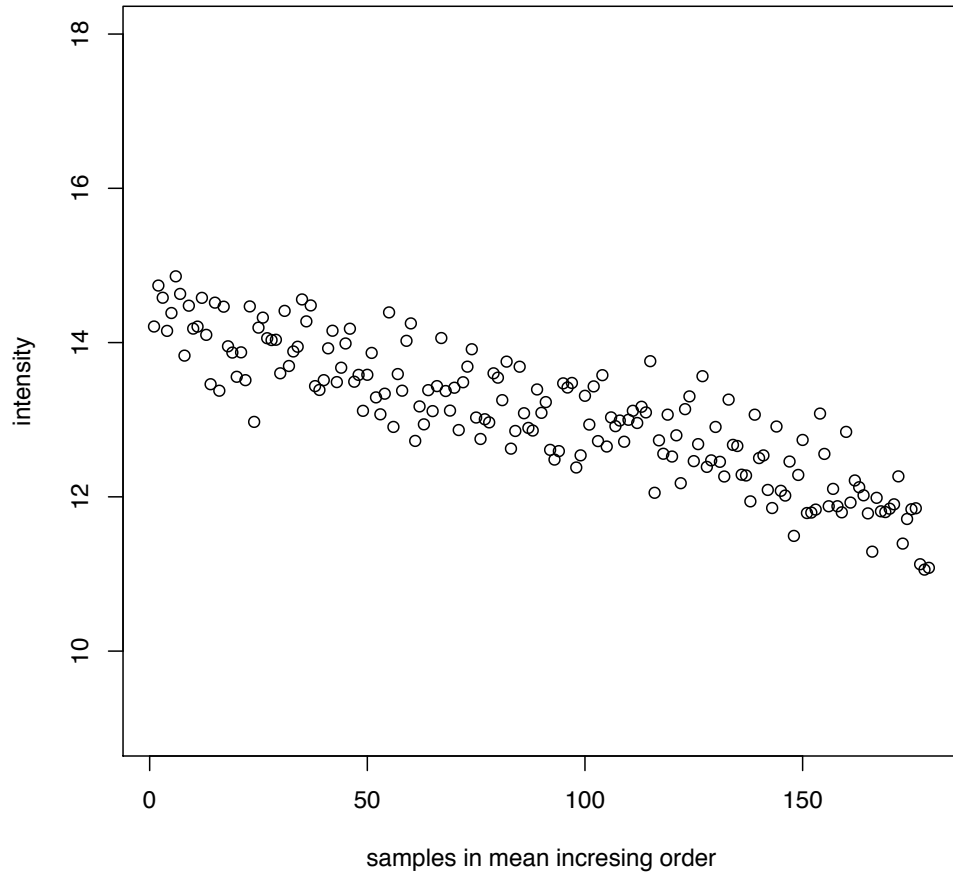

MAD_Dr_004_183145

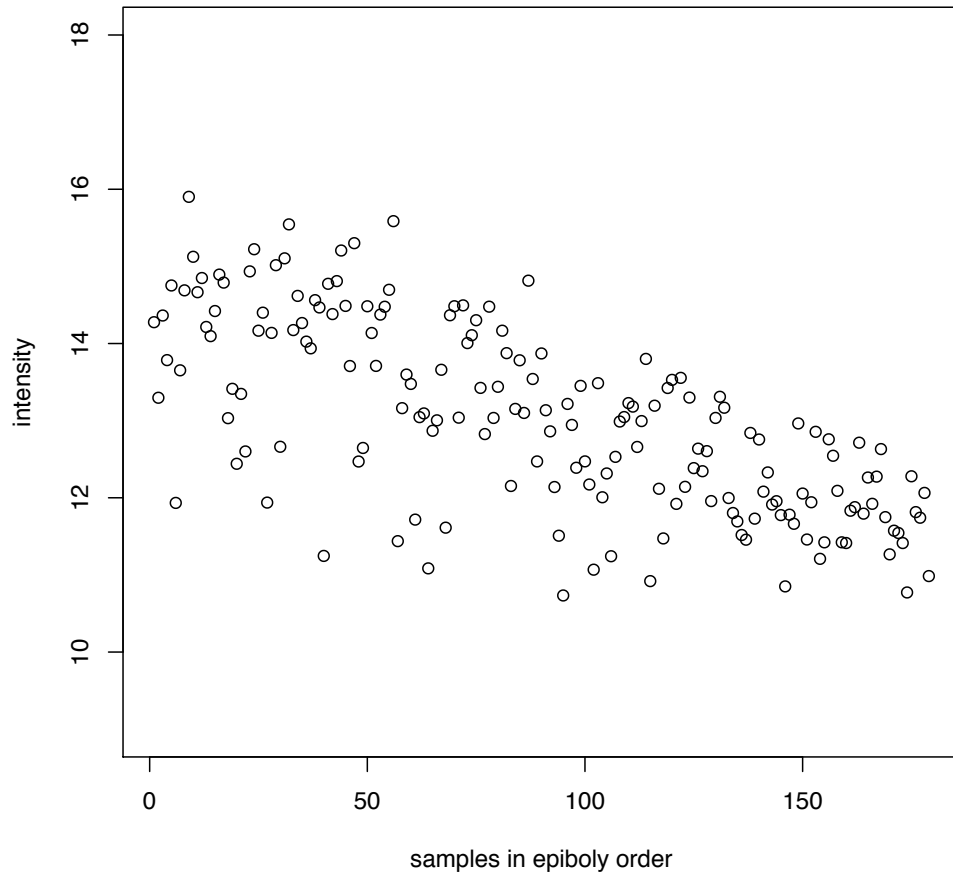

MAD_Dr_004_183145

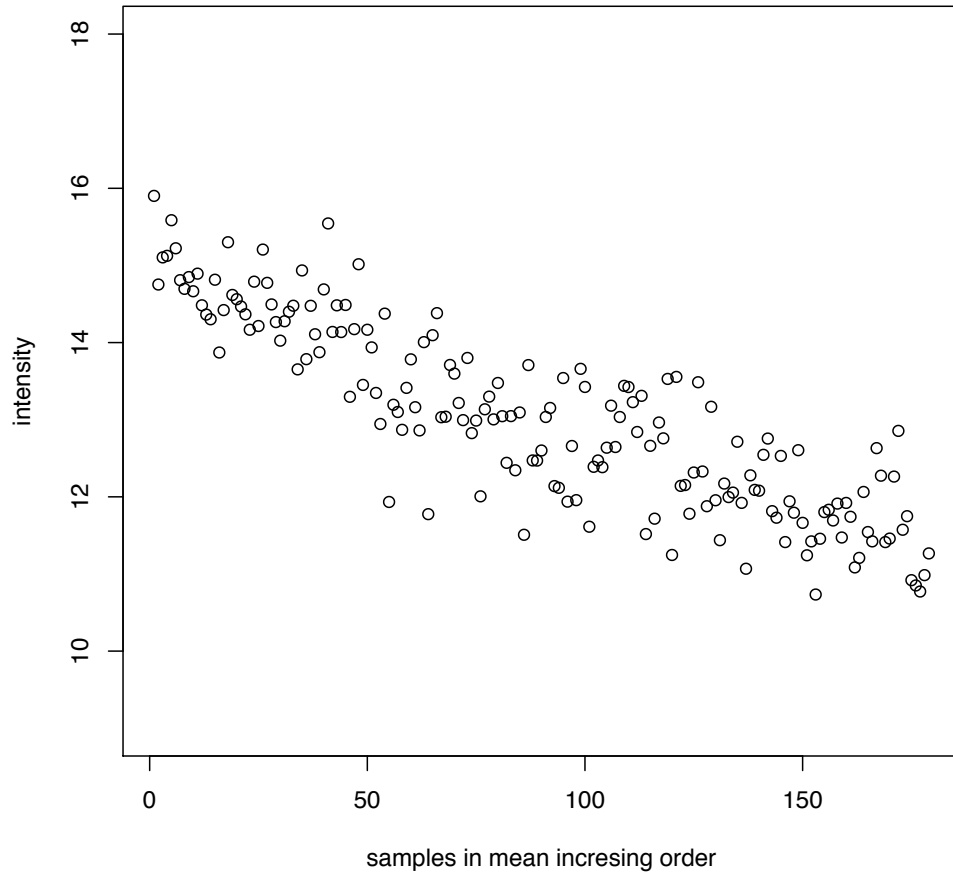

MAD_Dr_004_183561

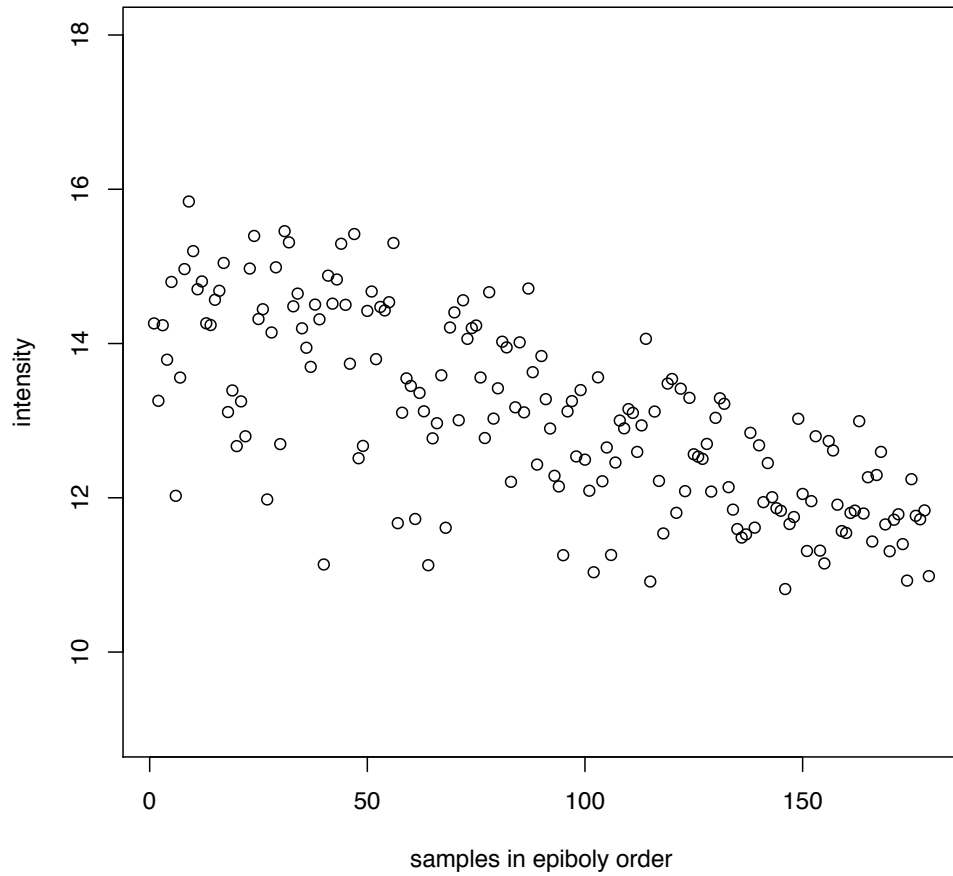

MAD_Dr_004_183561

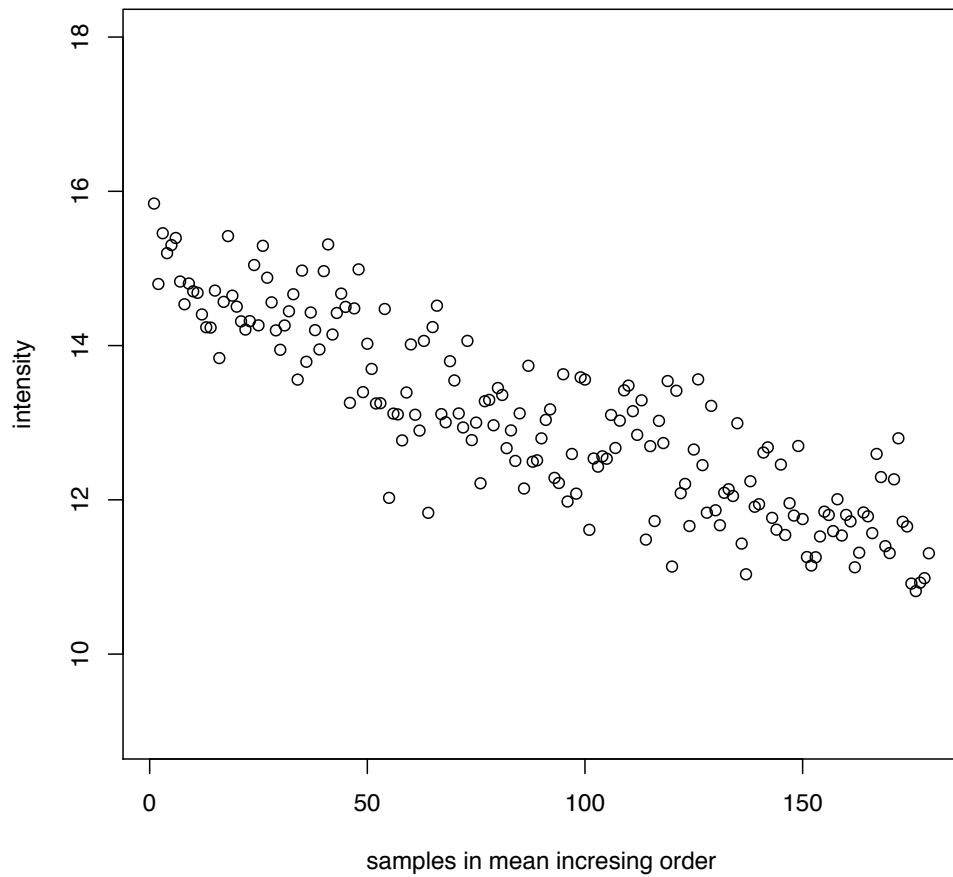

MAD_Dr_004_174587

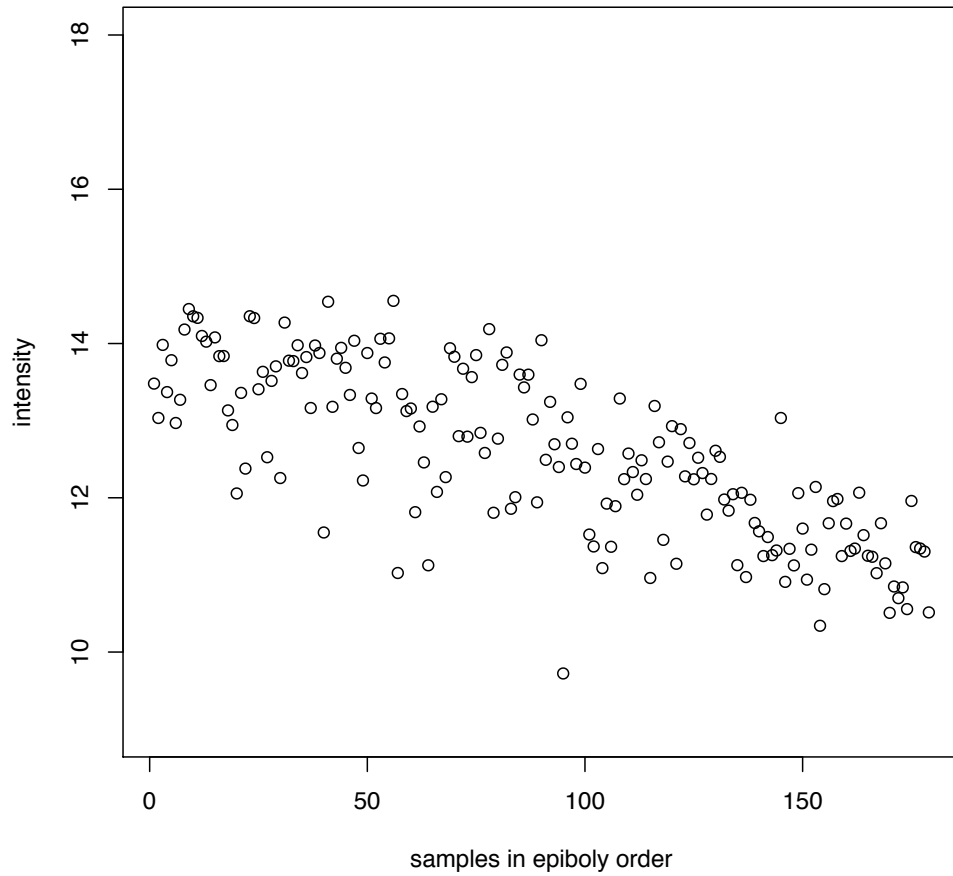

MAD_Dr_004_174587

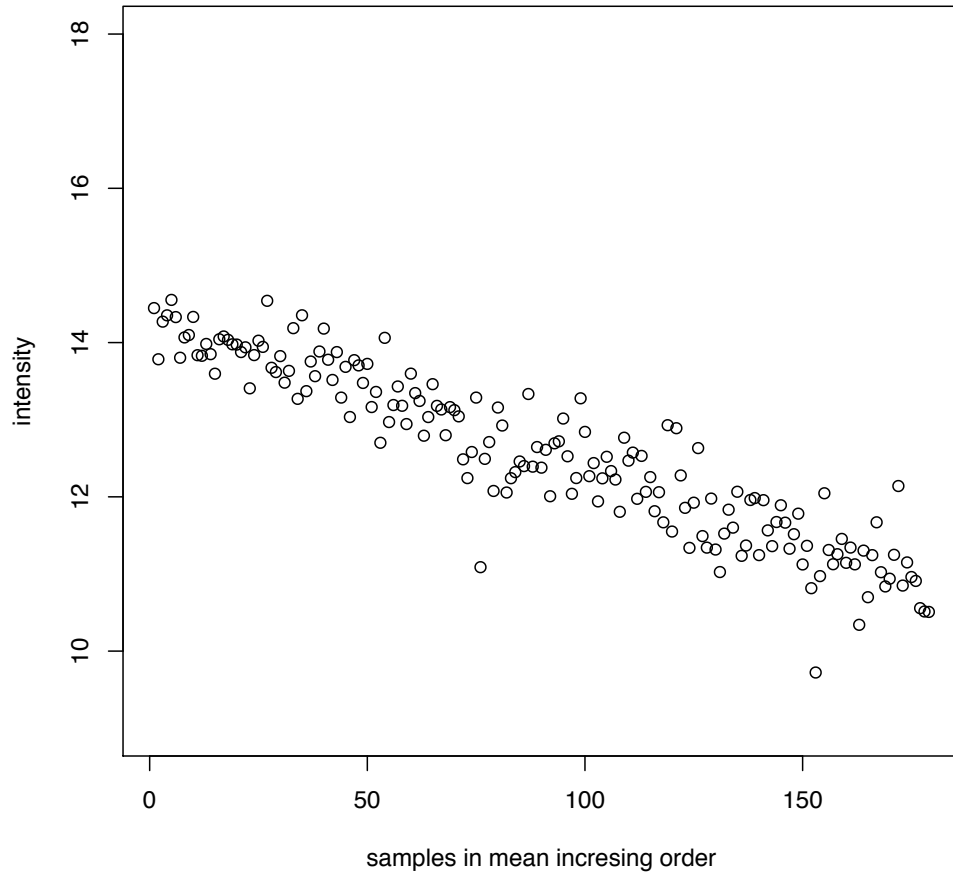

MAD_Dr_004_186683

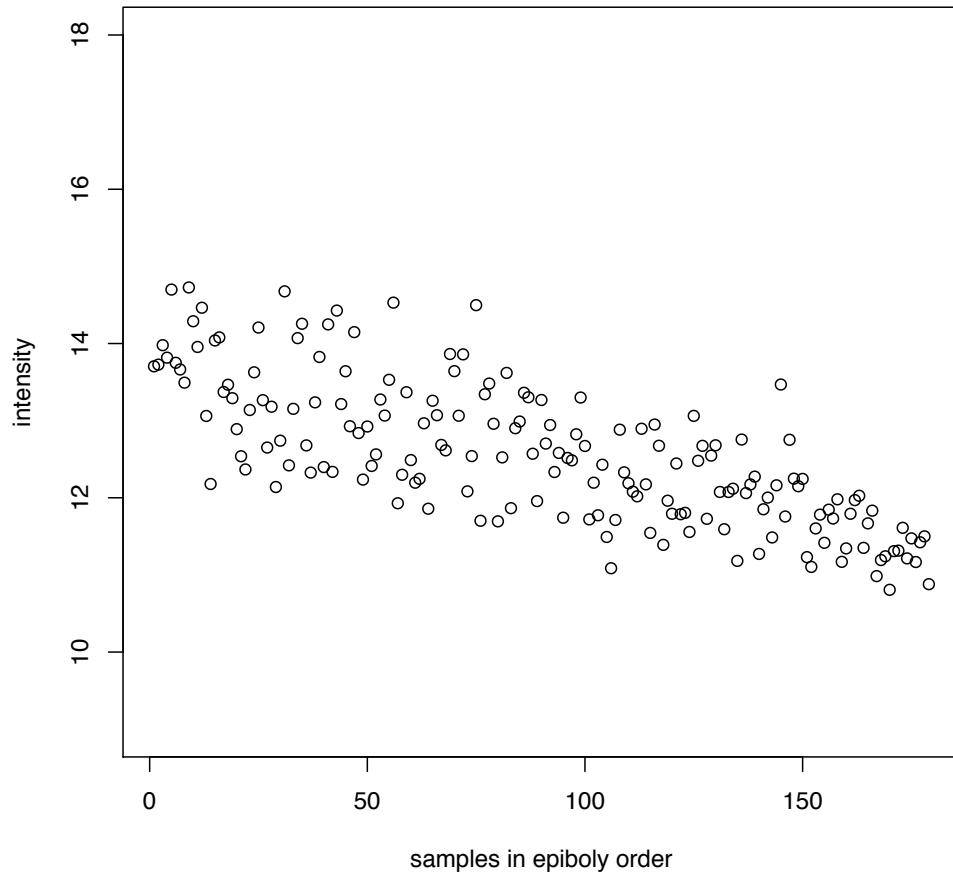

MAD_Dr_004_186683

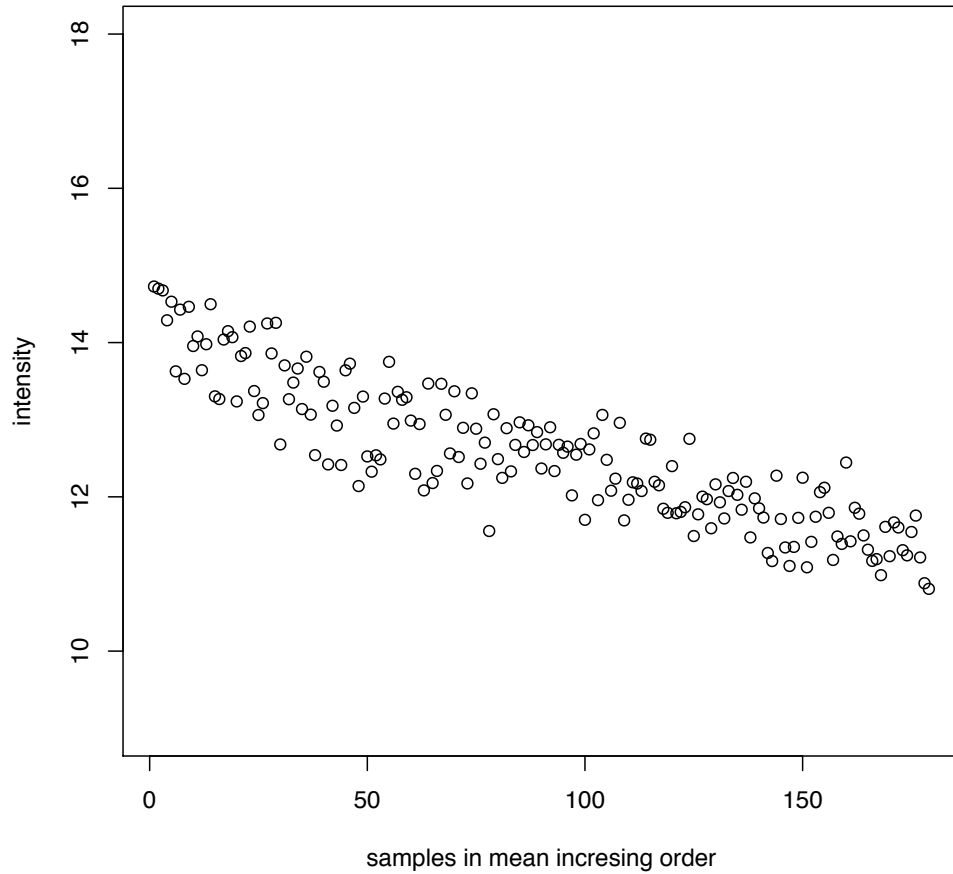

MAD_Dr_004_502410

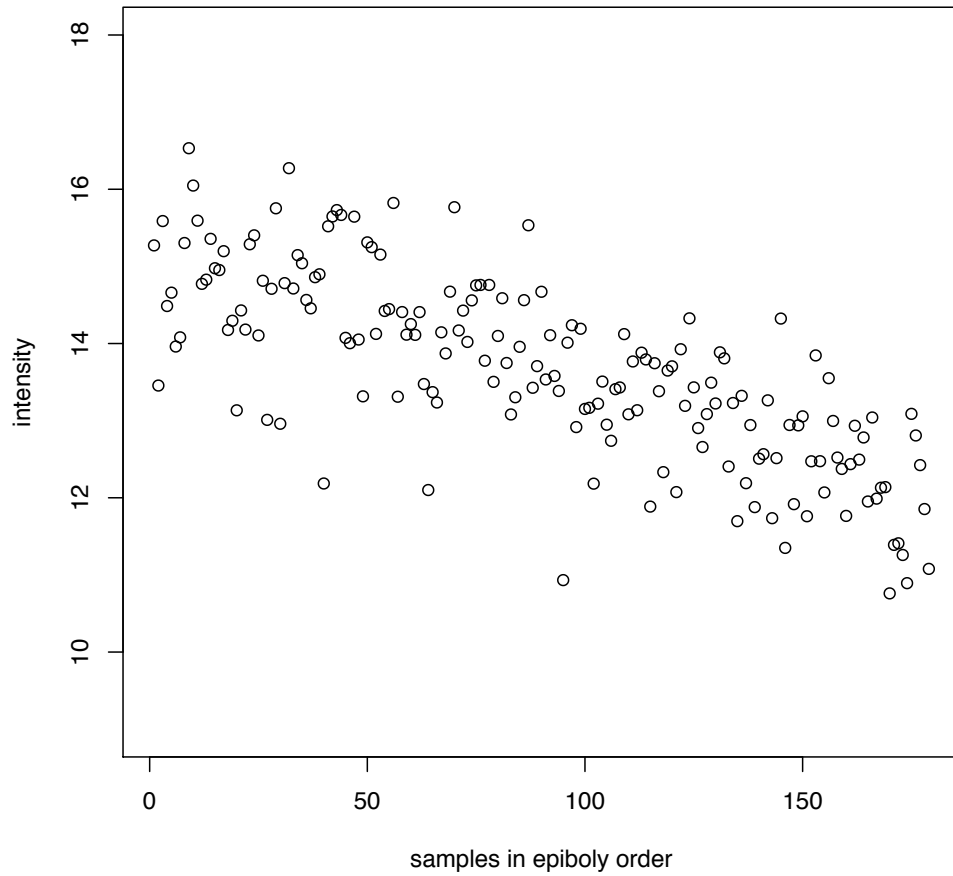

MAD_Dr_004_502410

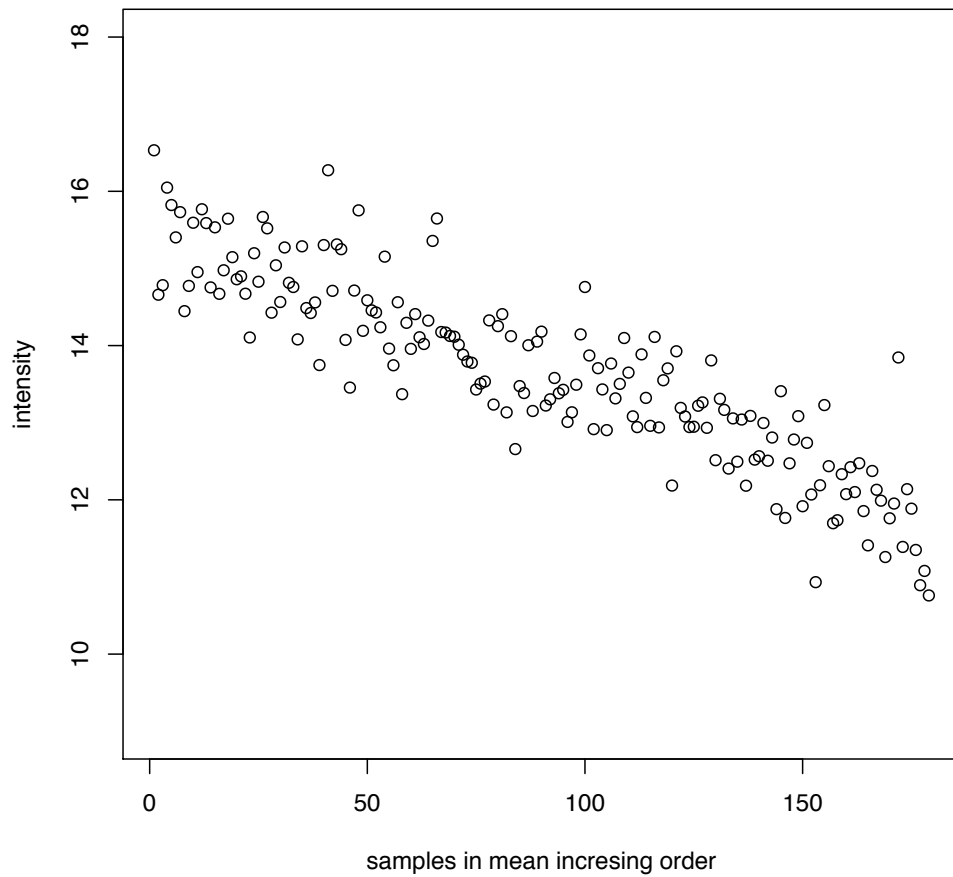

Comparison between the gene expression profiles orderings
using:

121 continuously **decreasing** genes to ***train*** the ordering

97 continuously **increasing** genes to ***test*** the ordering.

MAD_Dr_004_180800

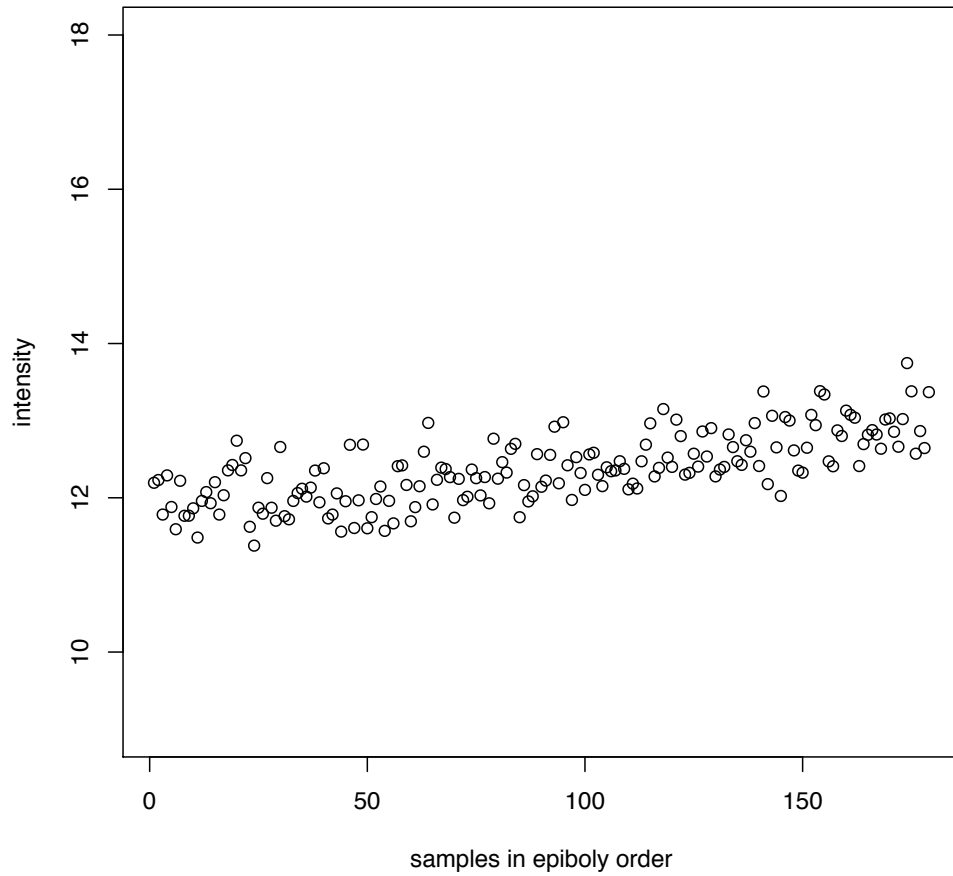

MAD_Dr_004_180800

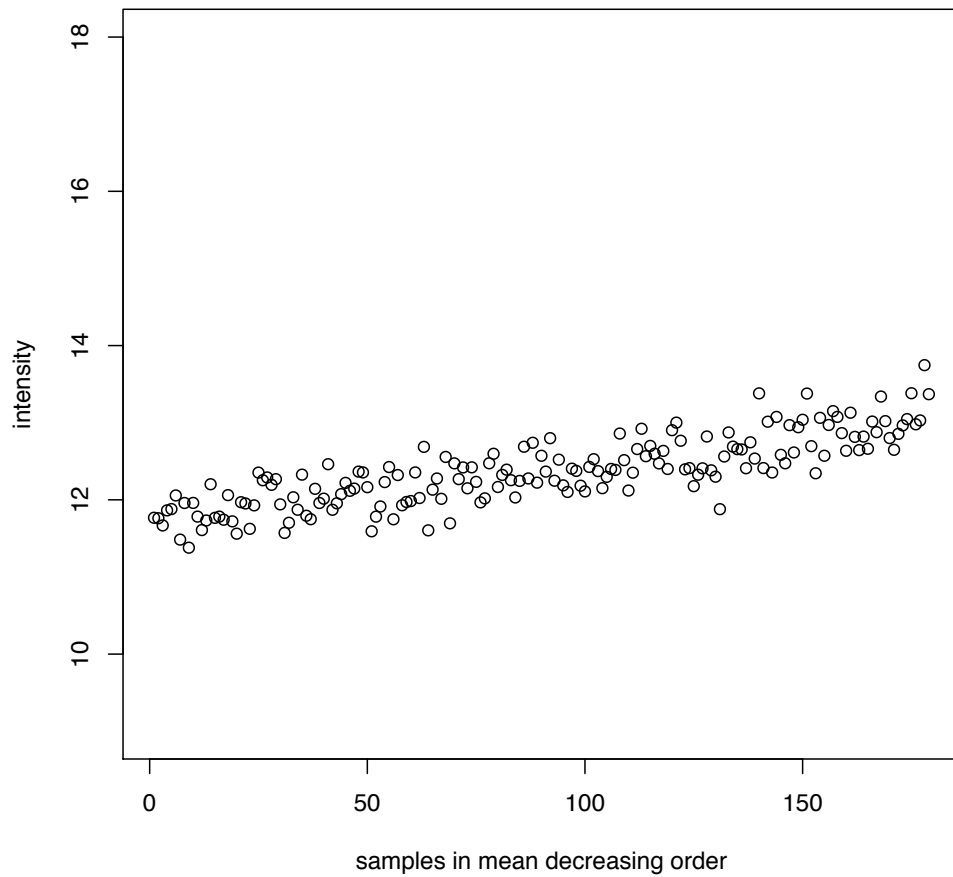

MAD_Dr_004_184918

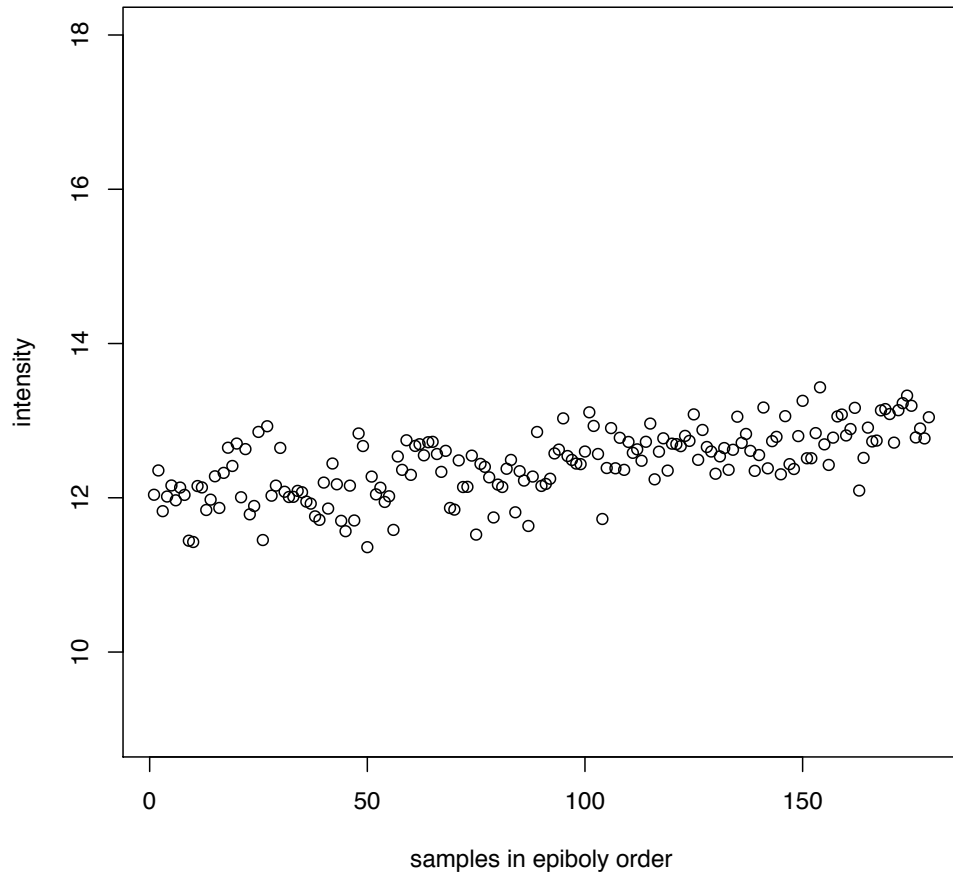

MAD_Dr_004_184918

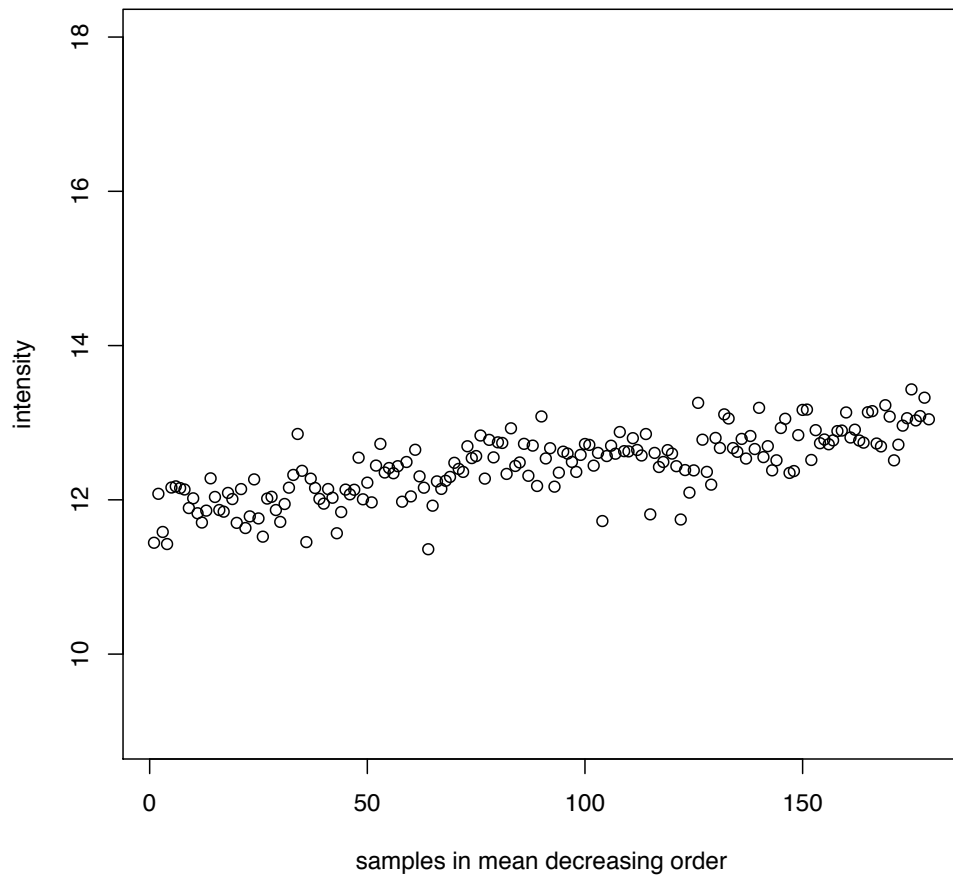

MAD_Dr_004_159896

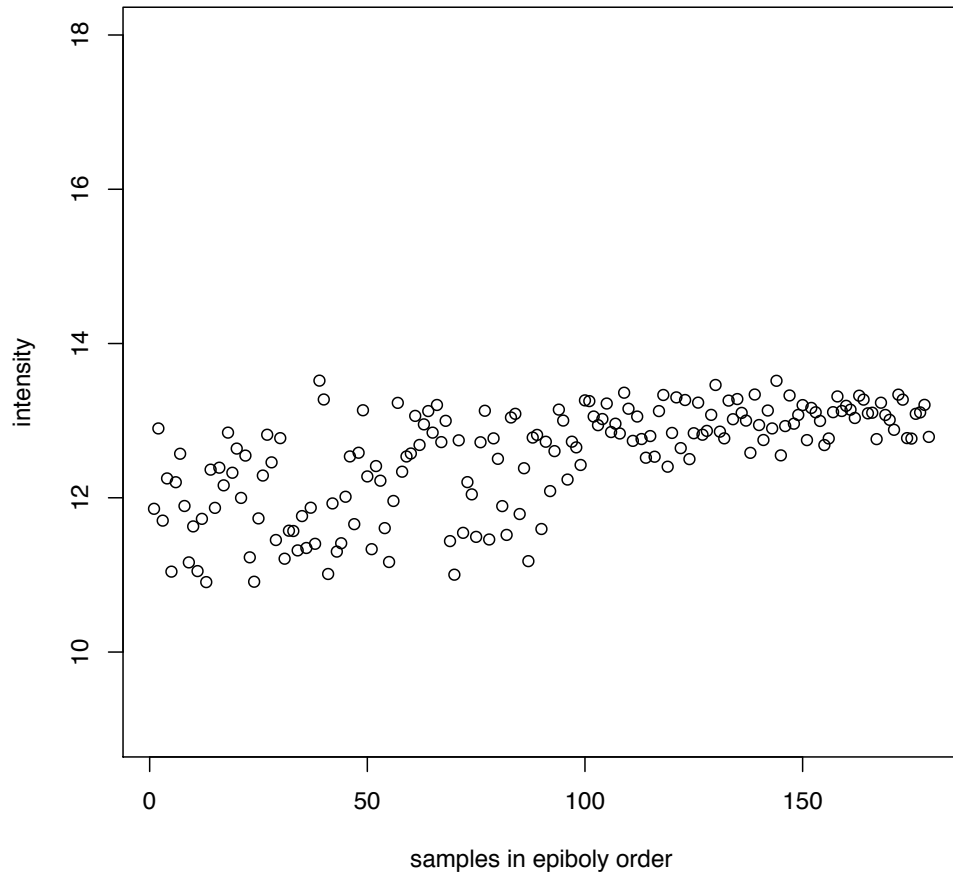

MAD_Dr_004_159896

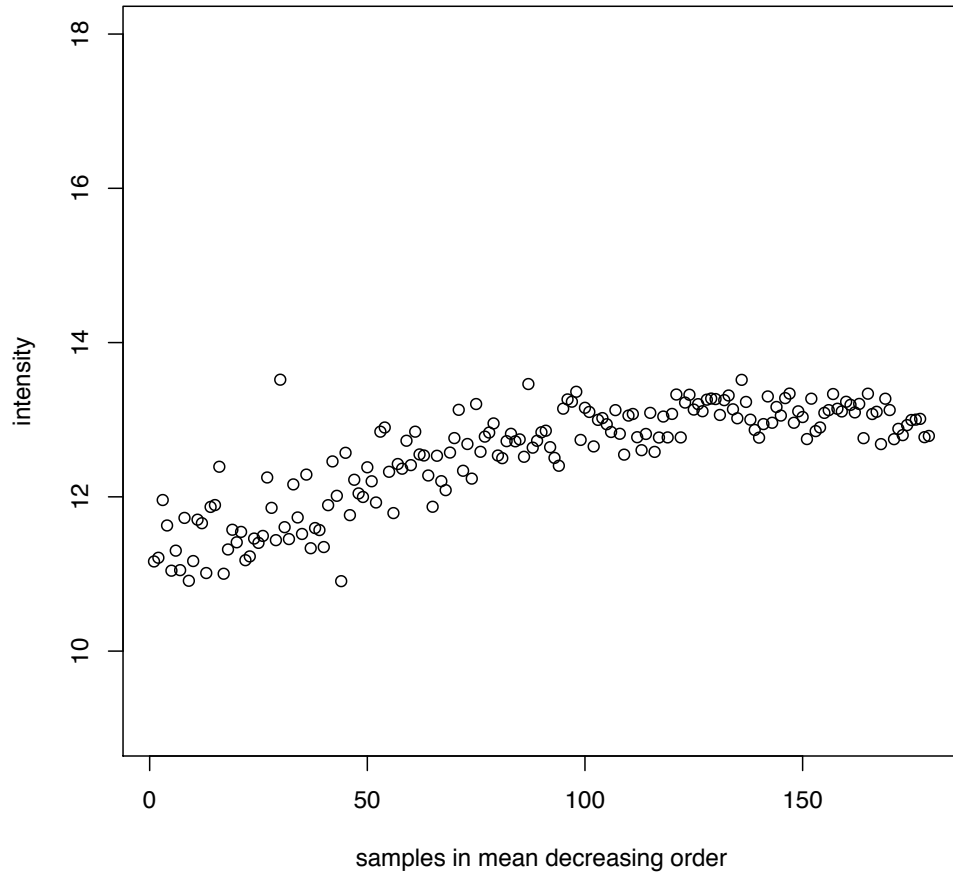

MAD_Dr_004_126795

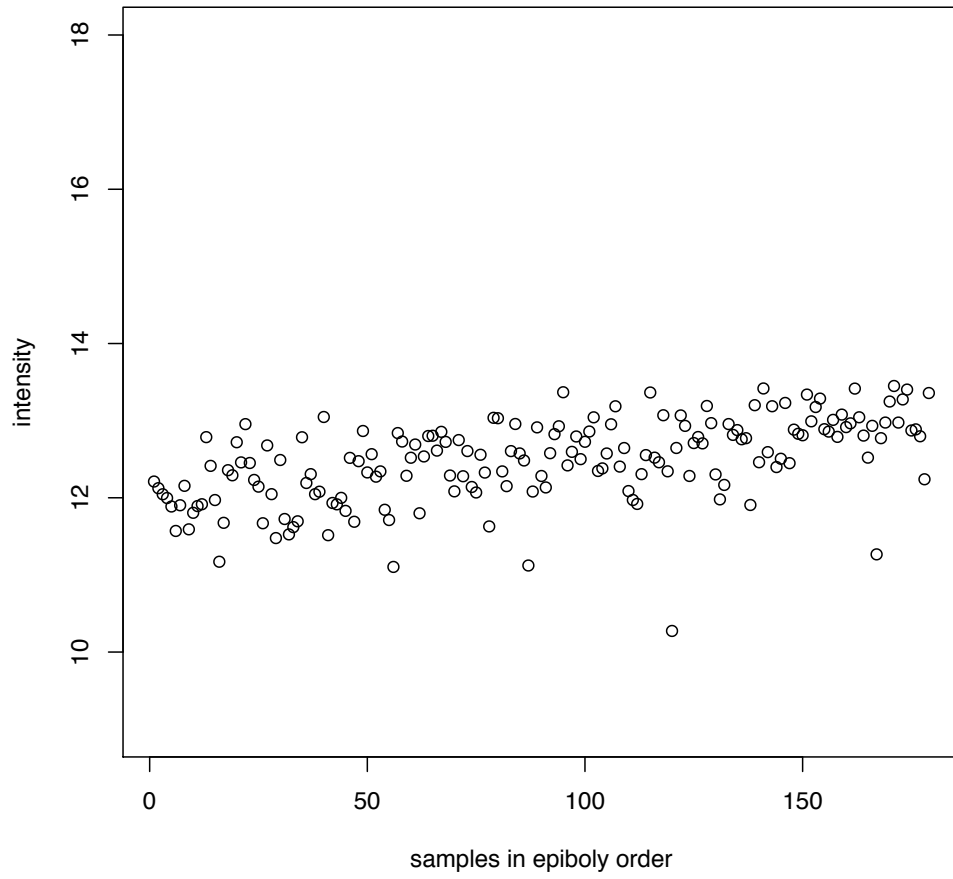

MAD_Dr_004_126795

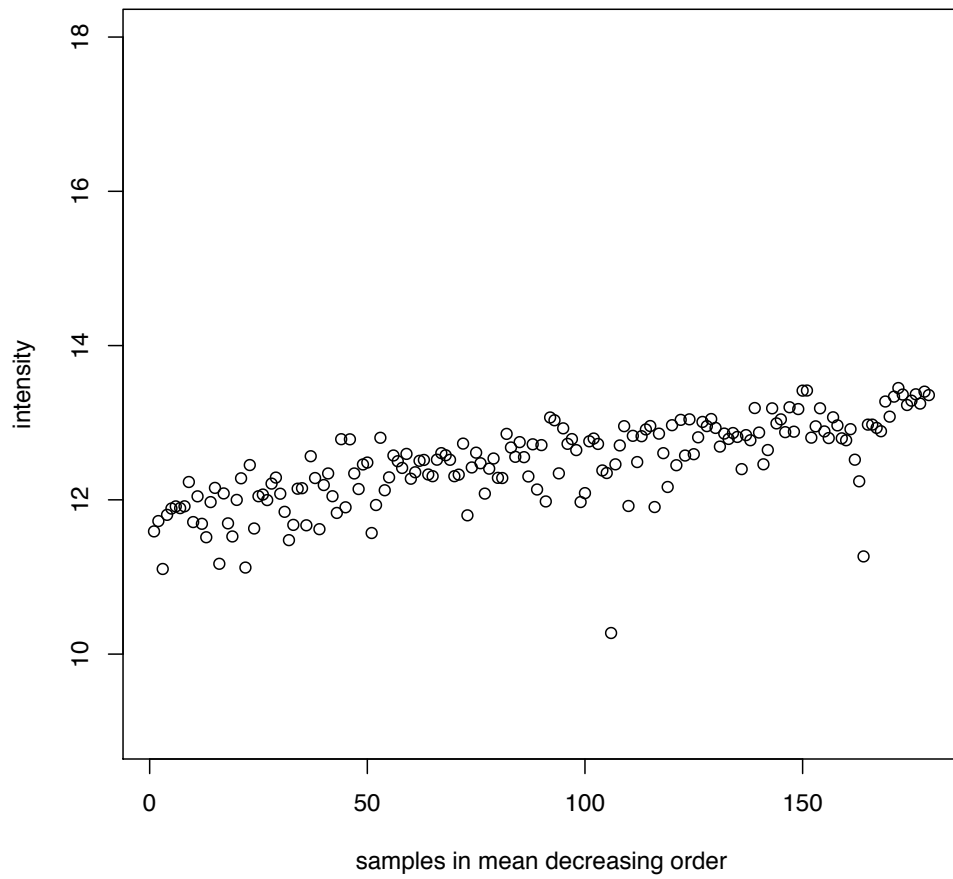

MAD_Dr_004_107627

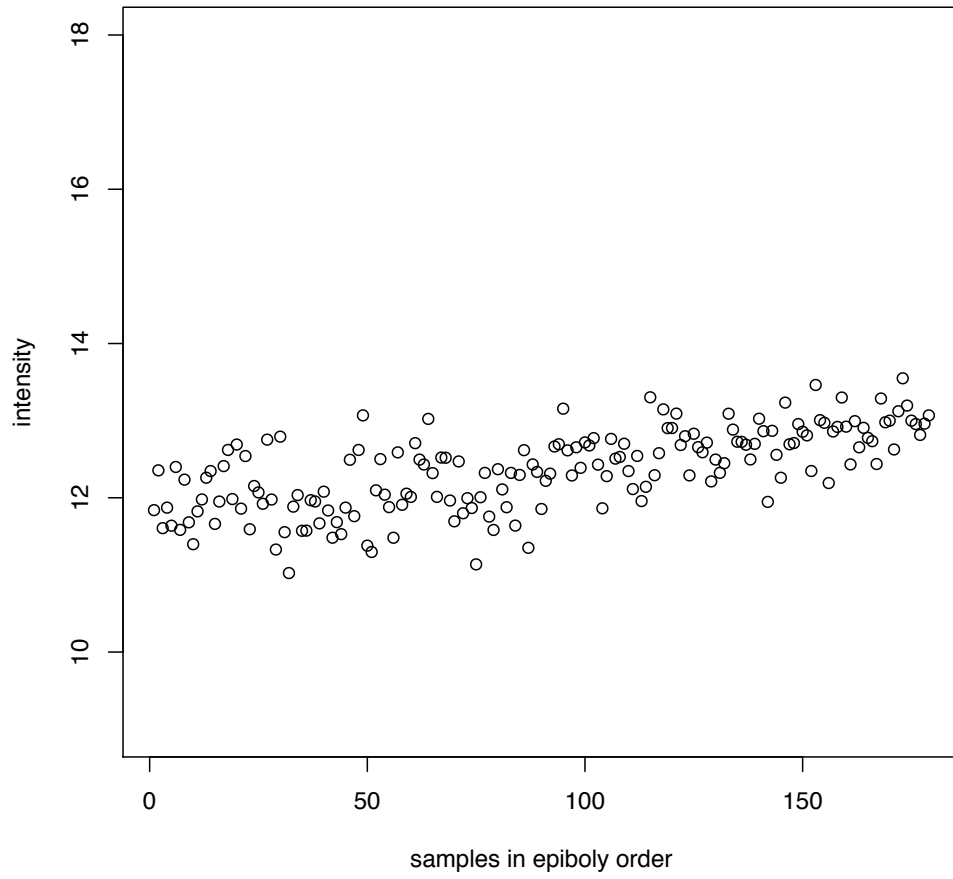

MAD_Dr_004_107627

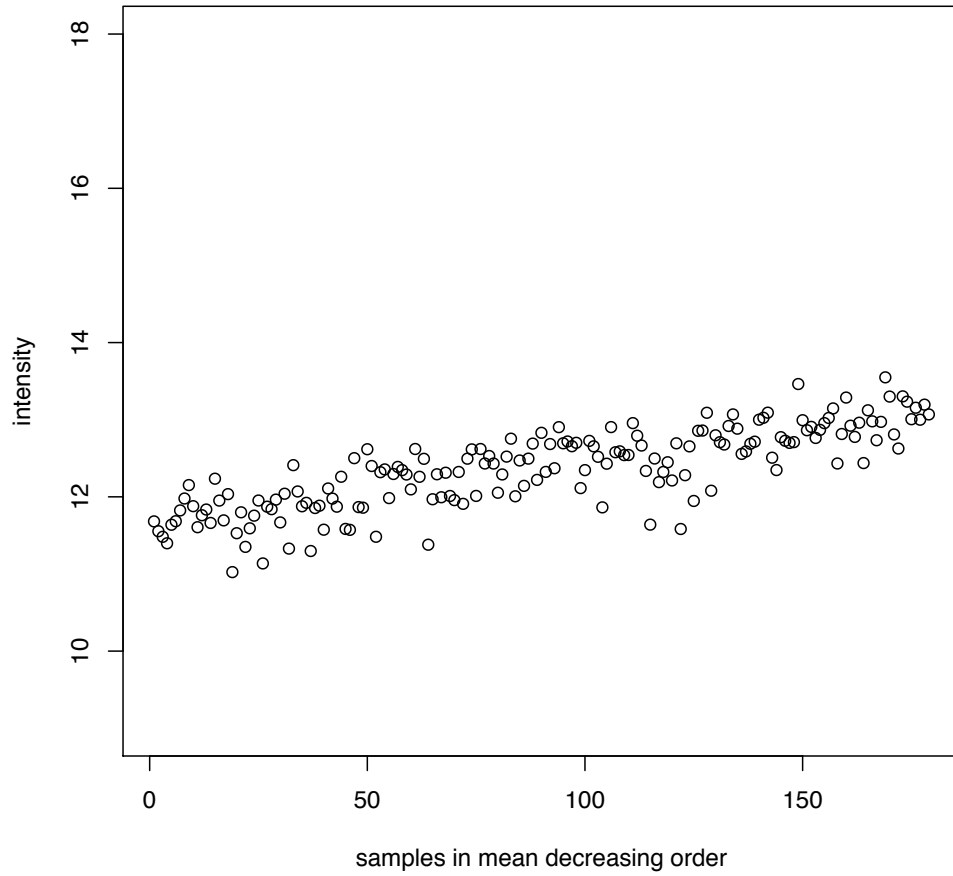

MAD_Dr_004_500096

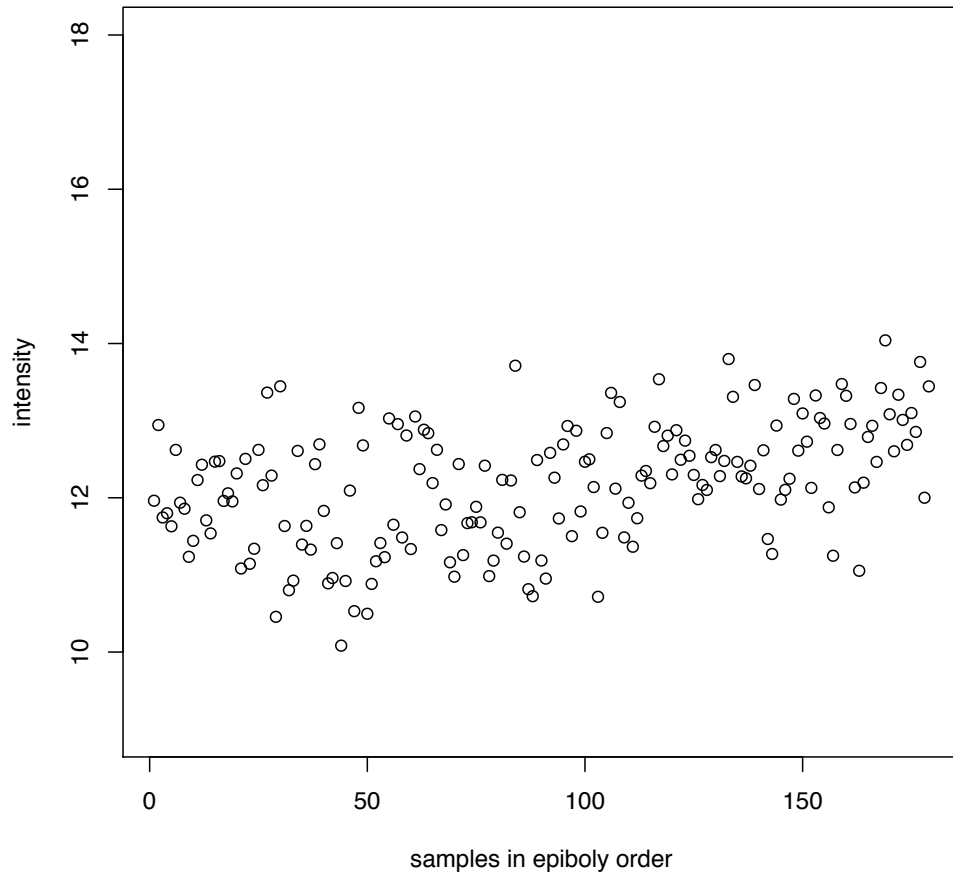

MAD_Dr_004_500096

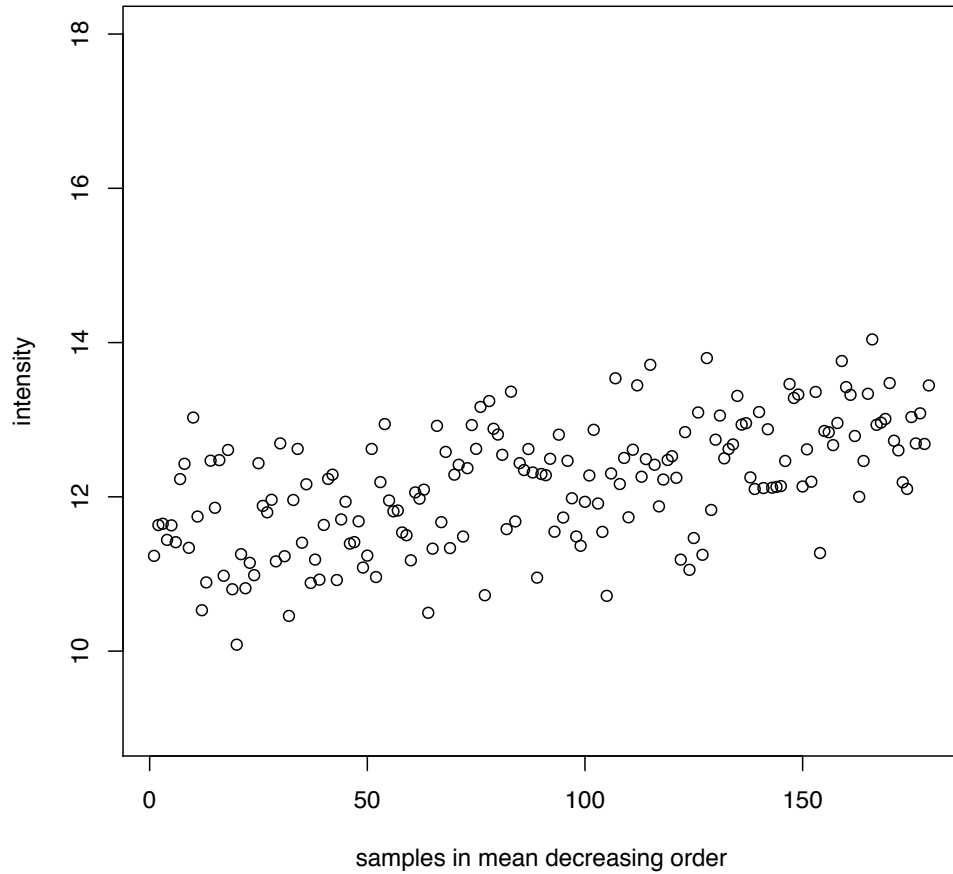

MAD_Dr_004_169930

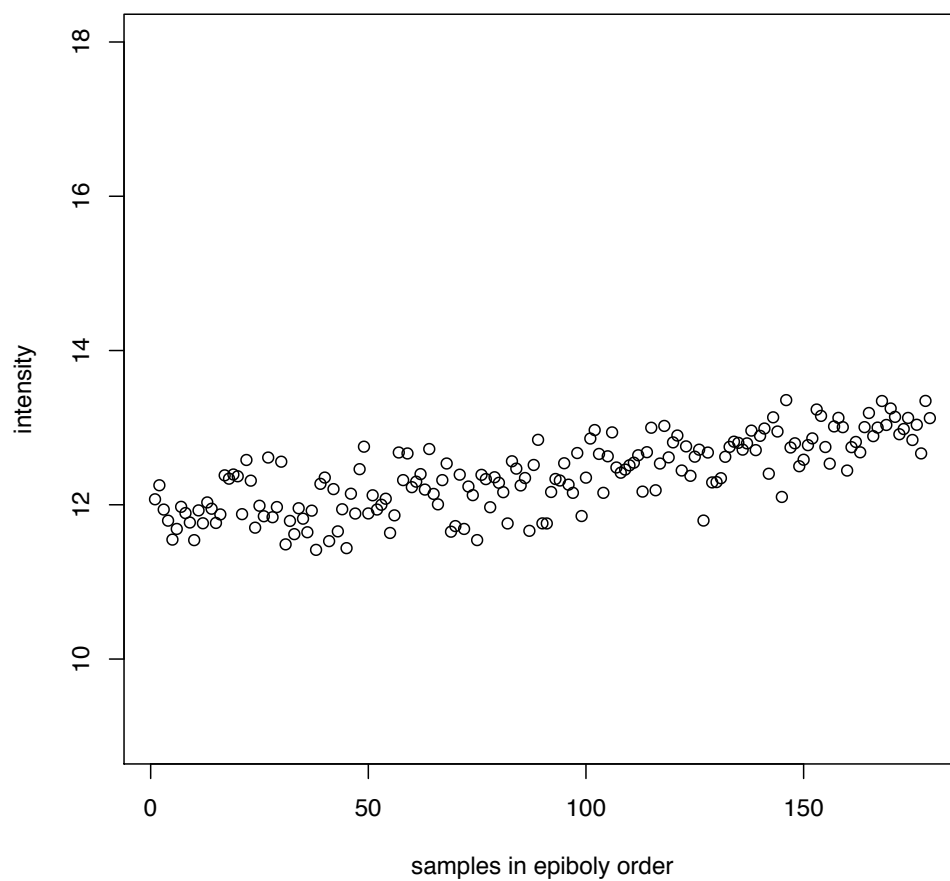

MAD_Dr_004_169930

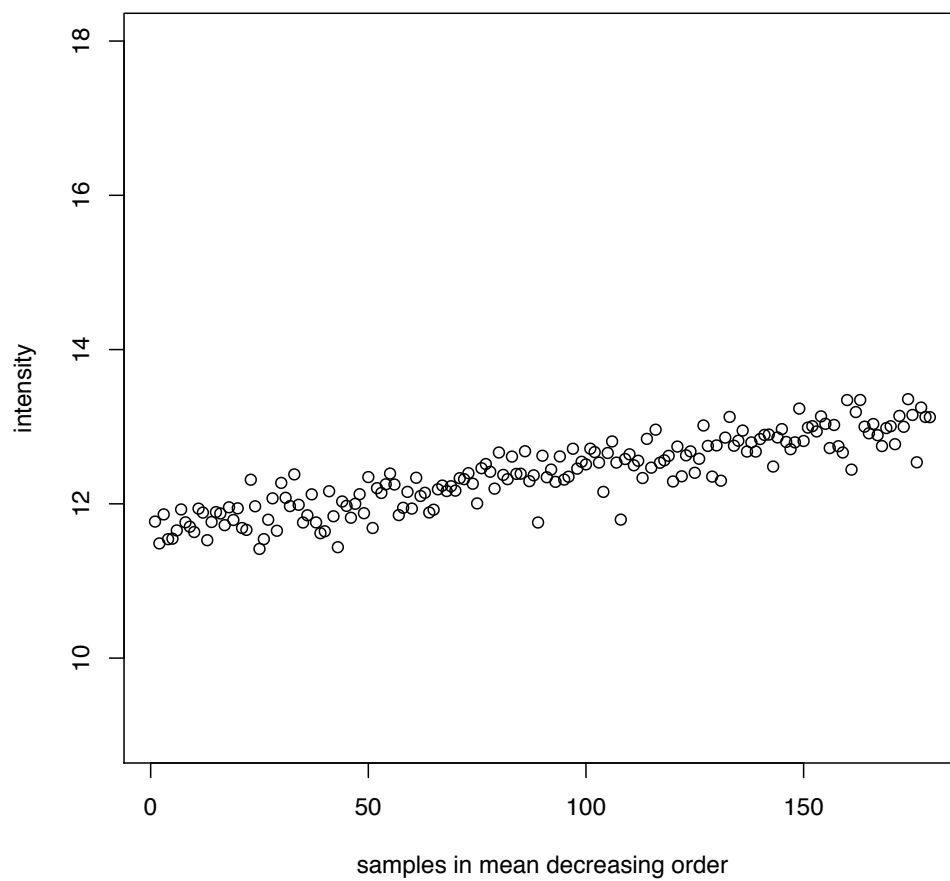

MAD_Dr_004_142948

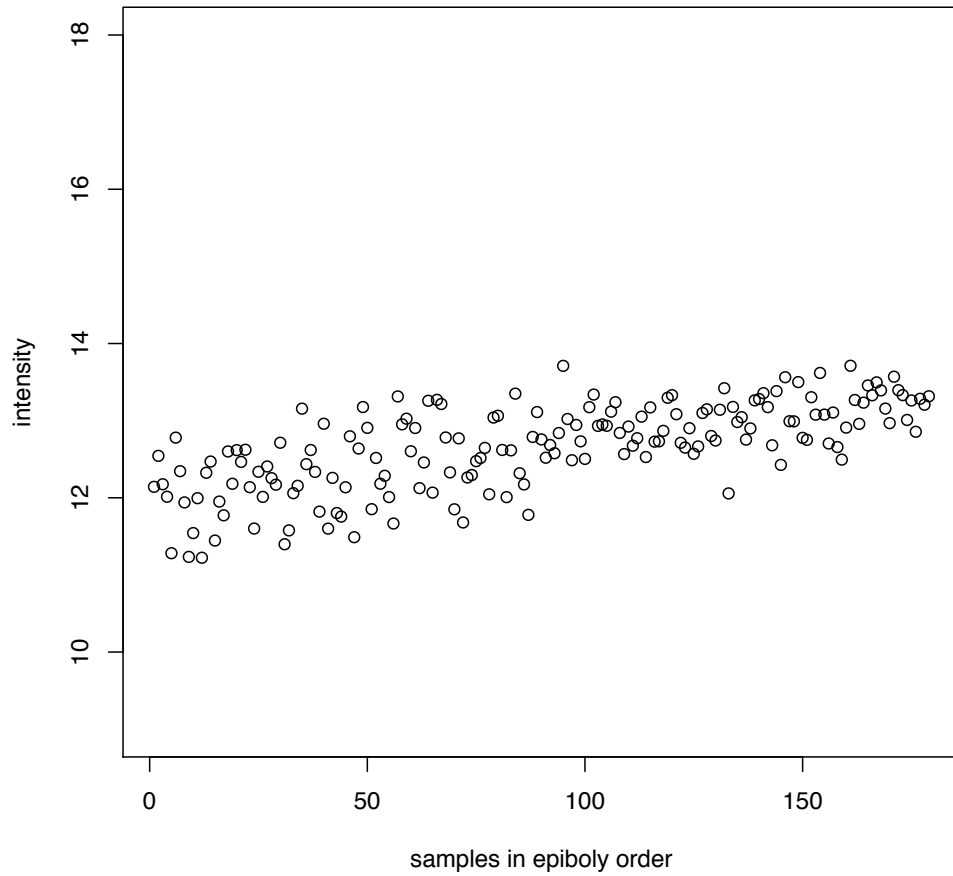

MAD_Dr_004_142948

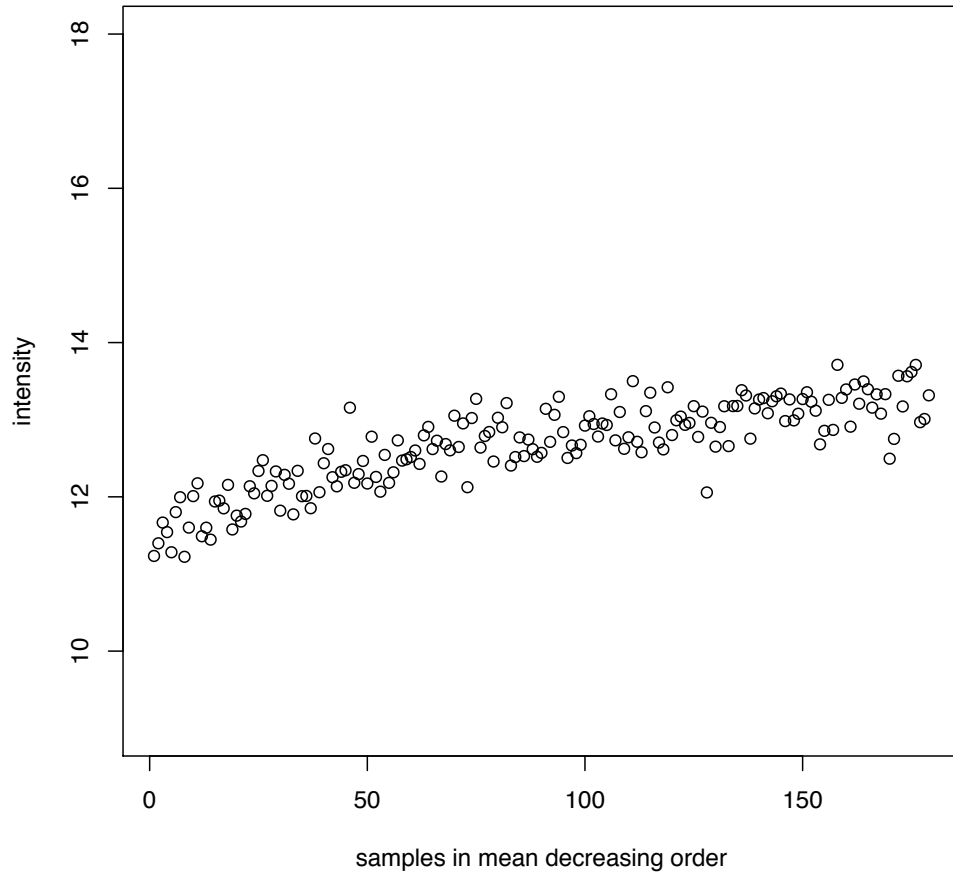

MAD_Dr_004_183750

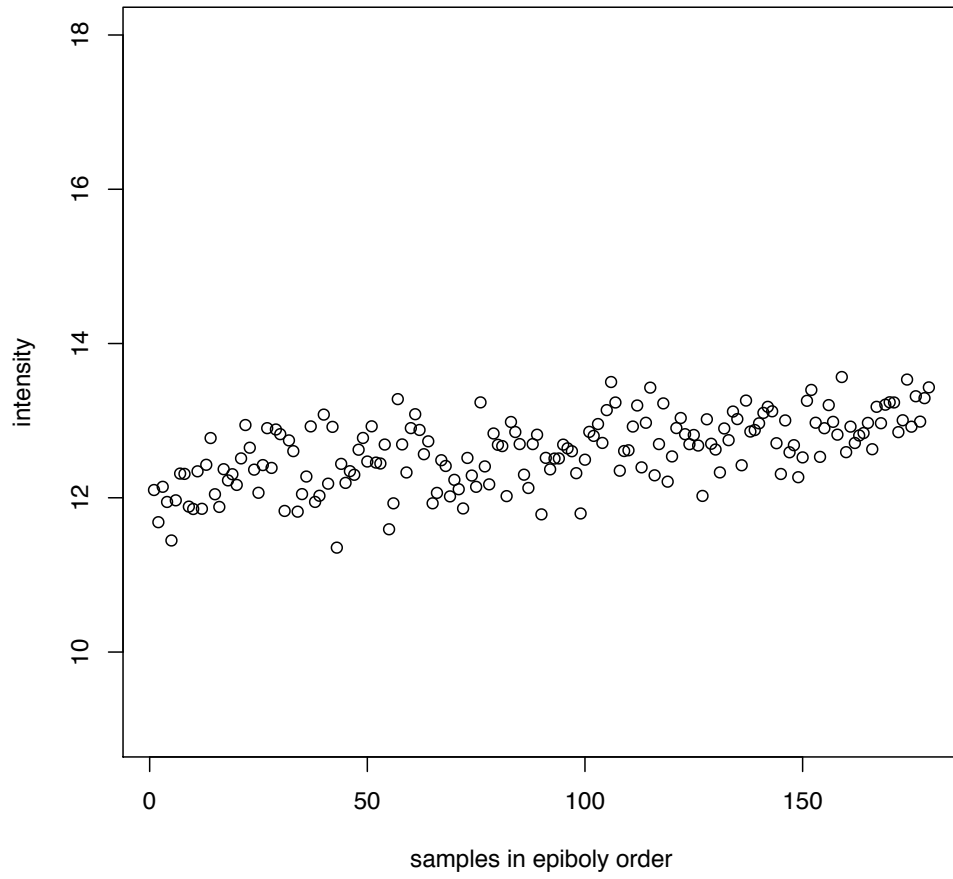

MAD_Dr_004_183750

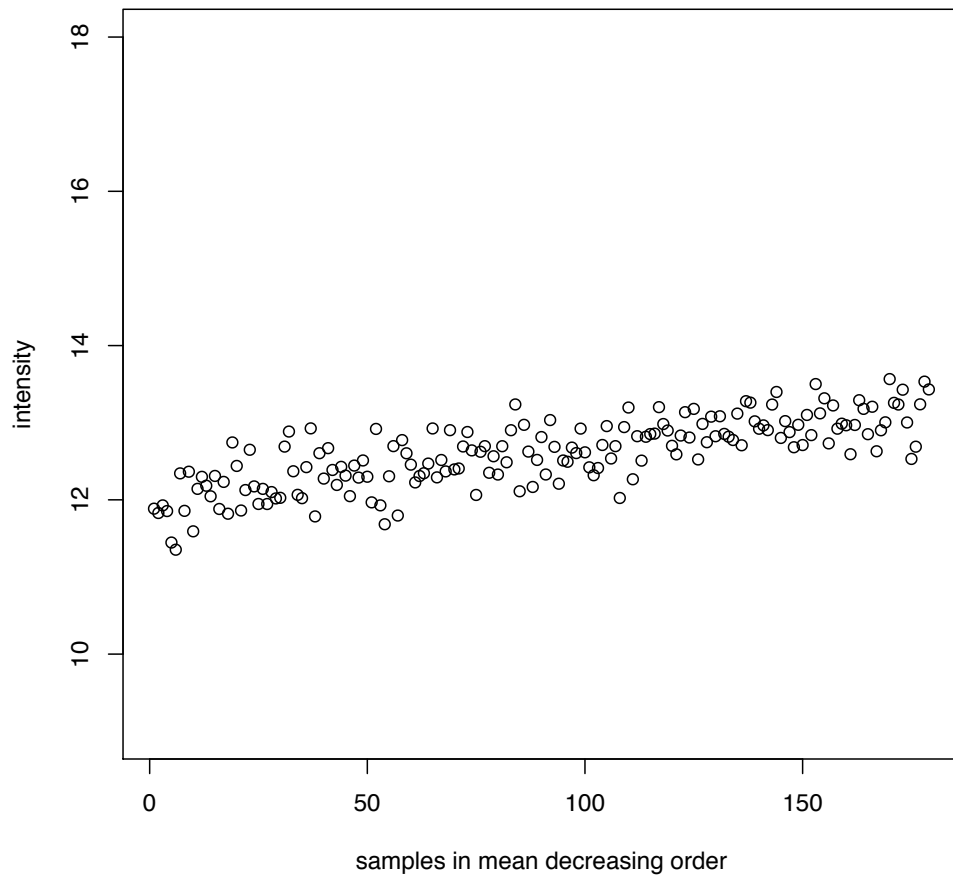

MAD_Dr_004_144630

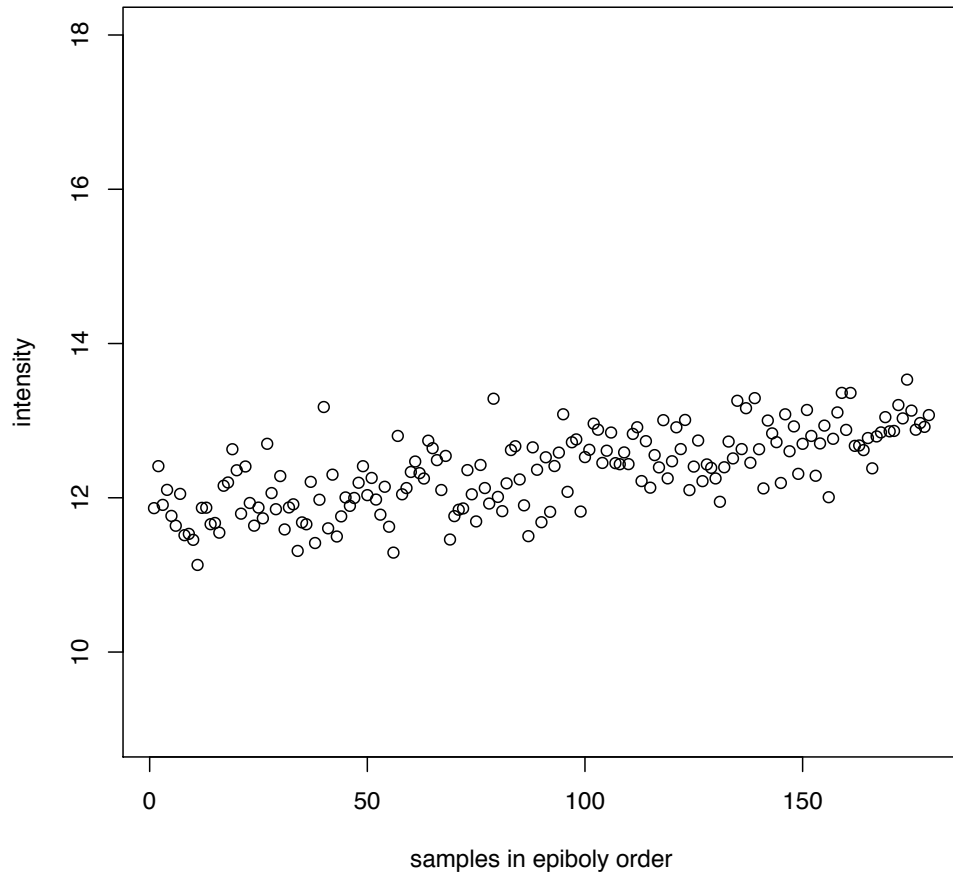

MAD_Dr_004_144630

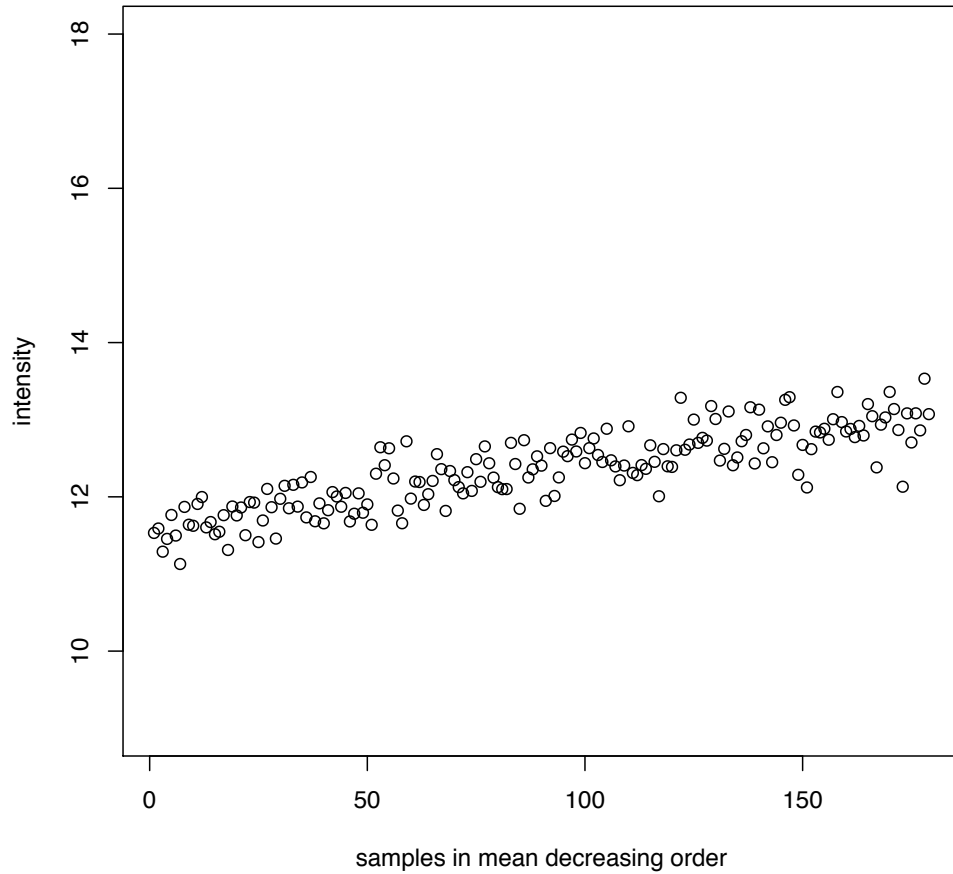

MAD_Dr_004_133907

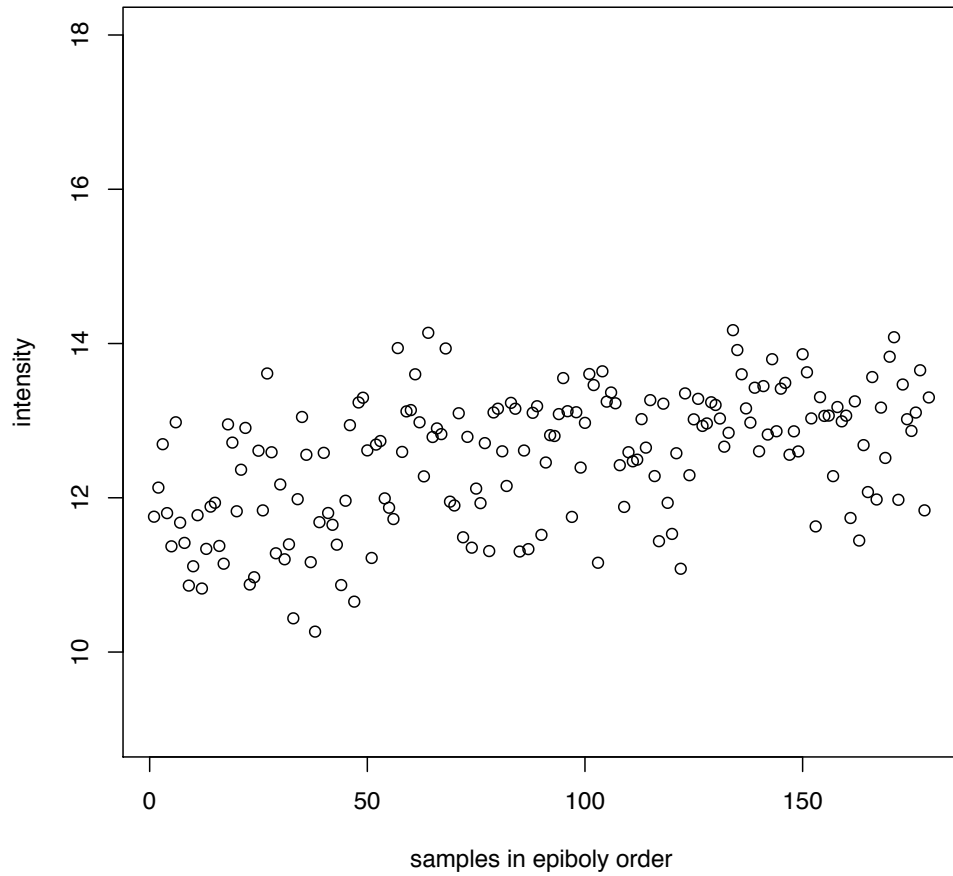

MAD_Dr_004_133907

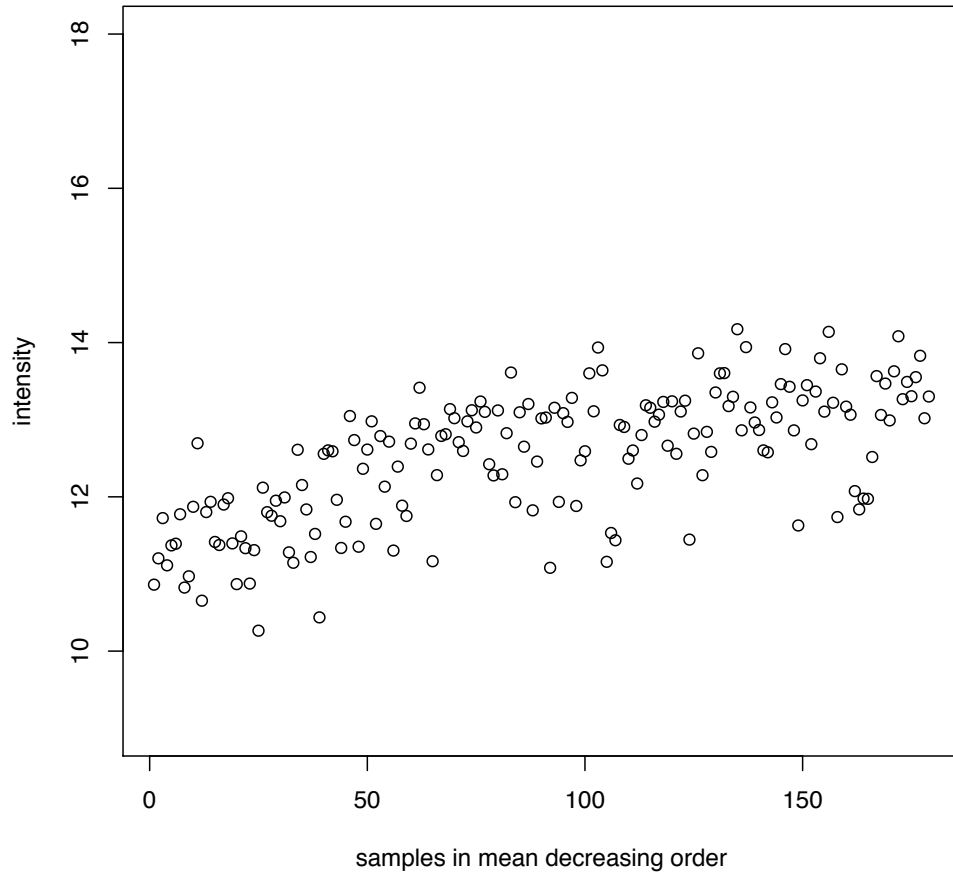

MAD_Dr_004_168932

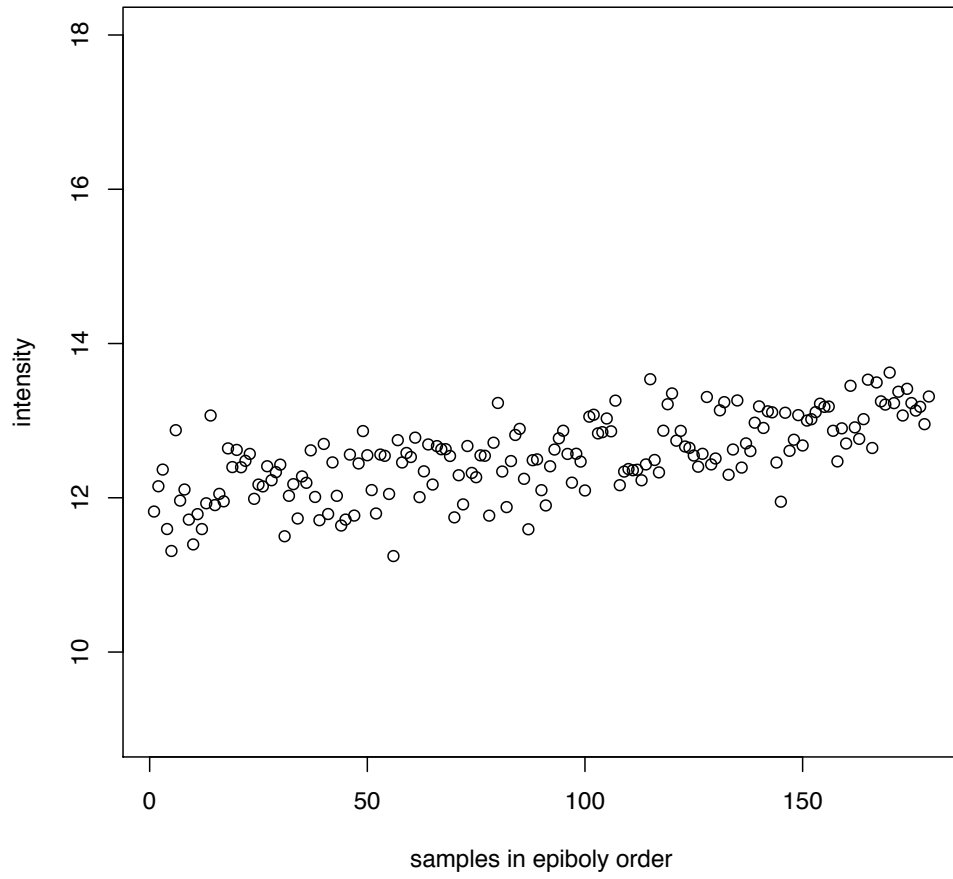

MAD_Dr_004_168932

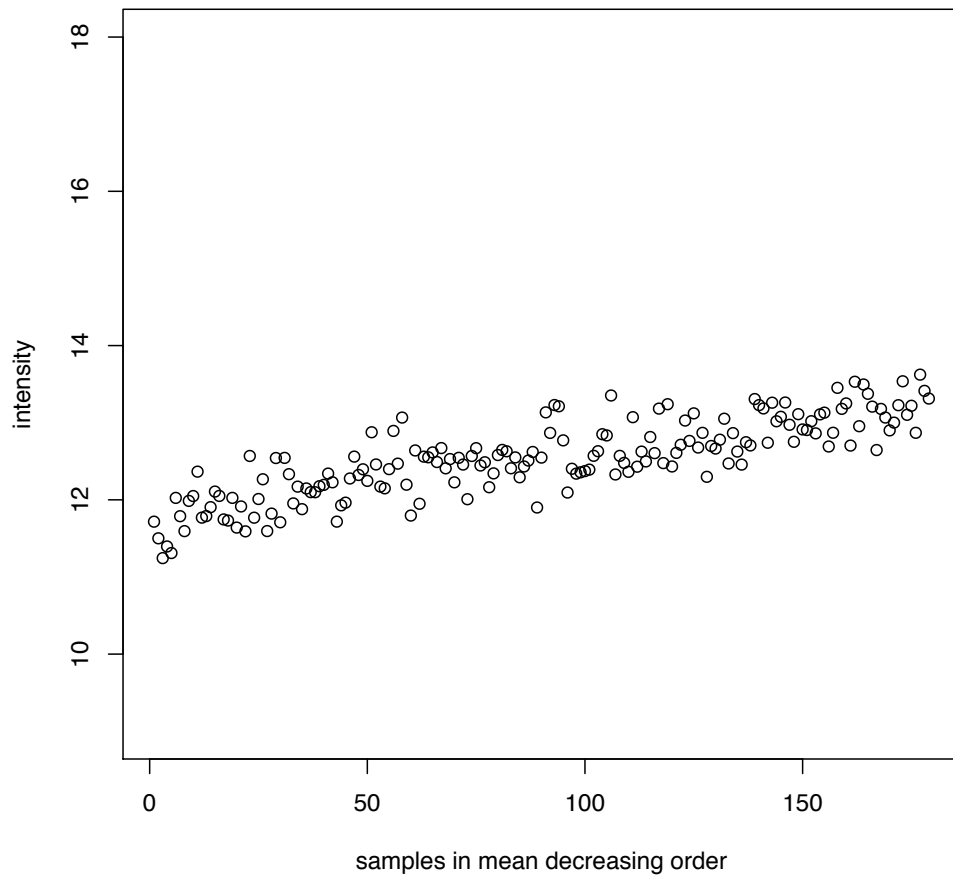

MAD_Dr_004_501877

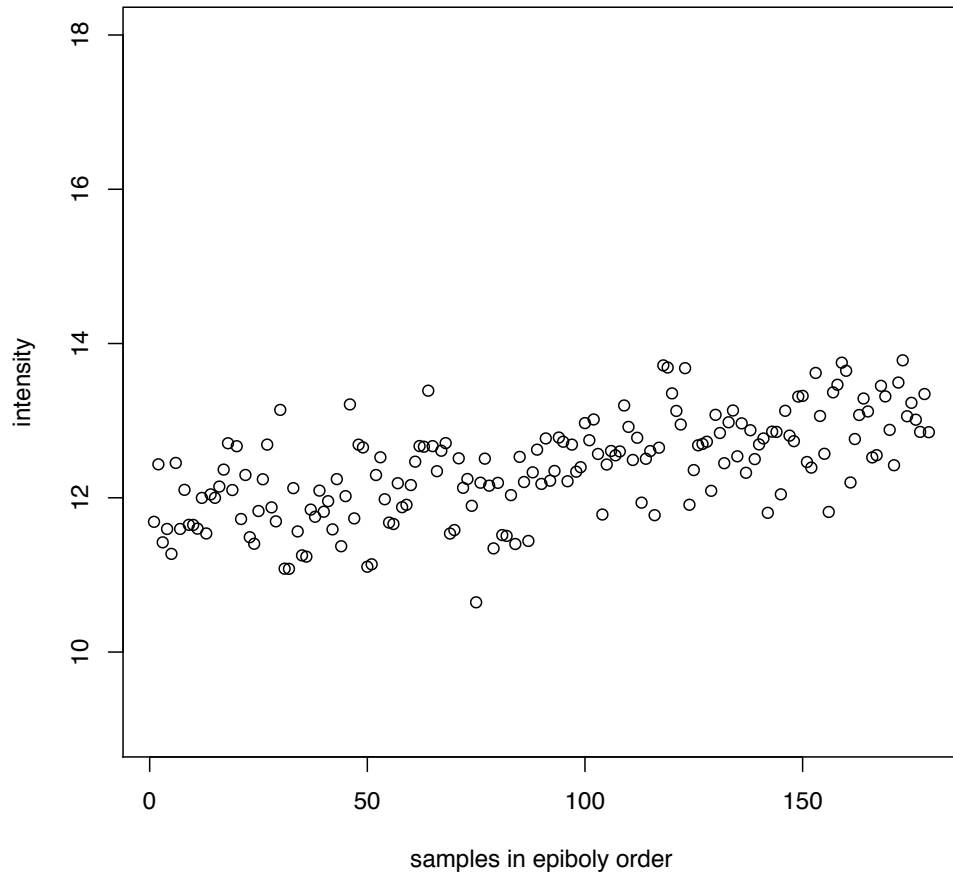

MAD_Dr_004_501877

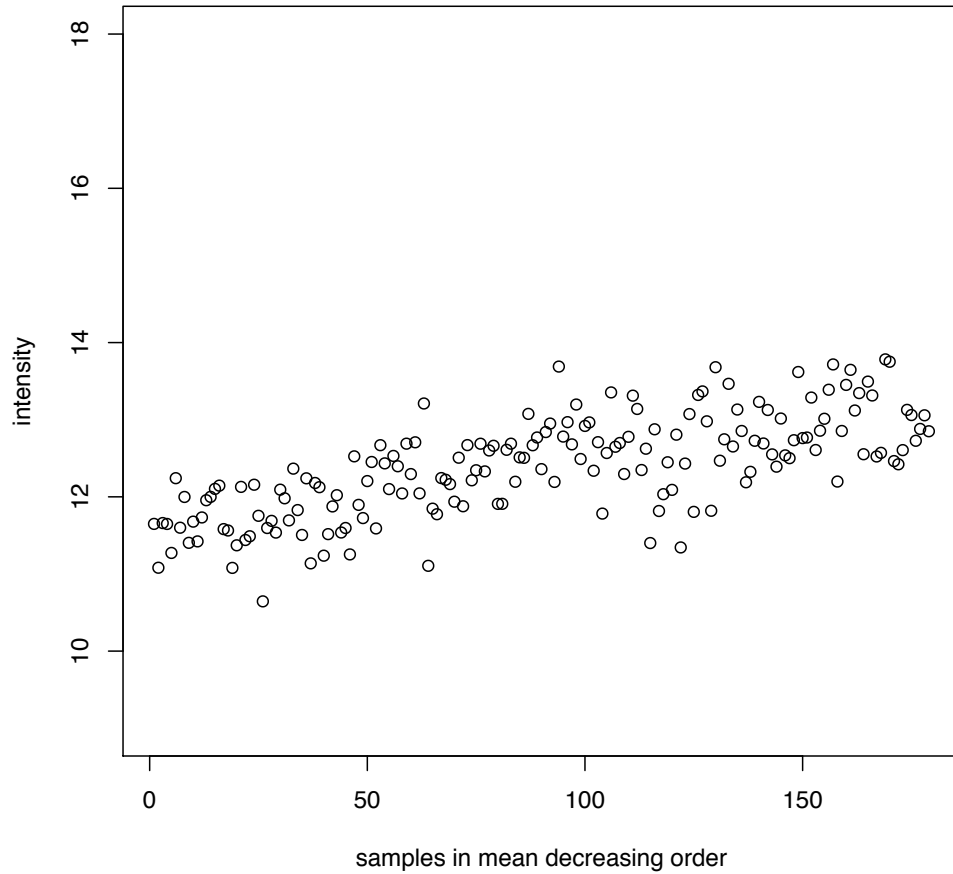

MAD_Dr_004_146310

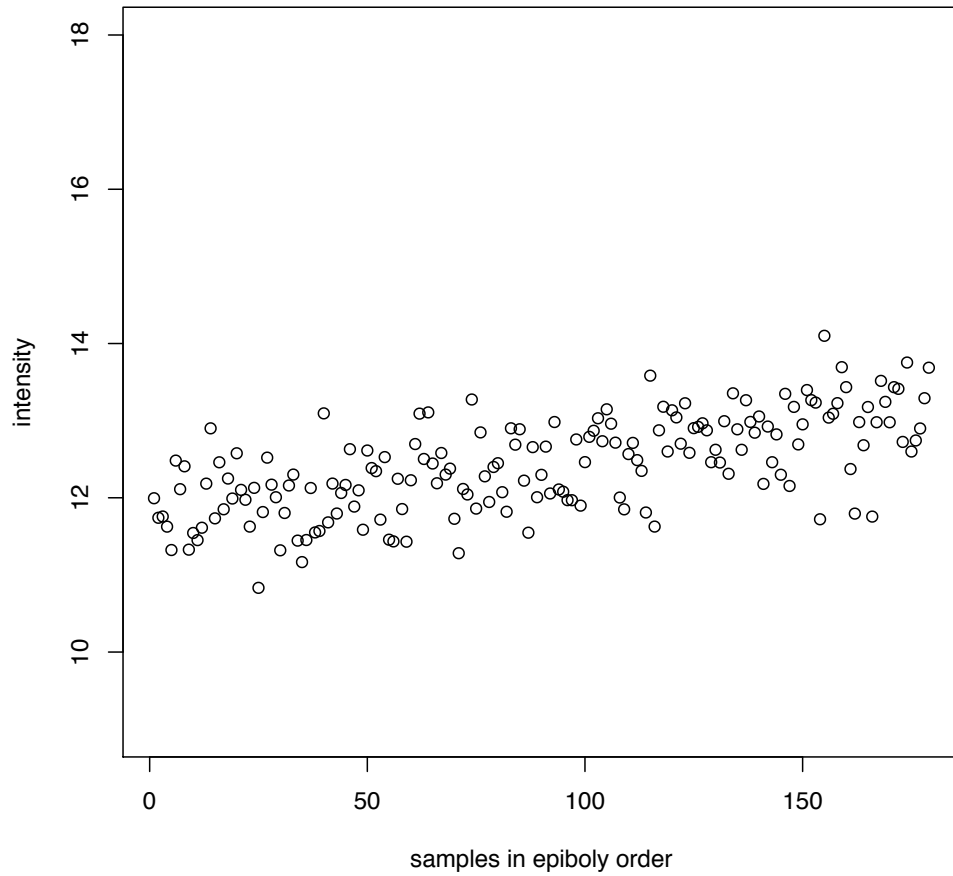

MAD_Dr_004_146310

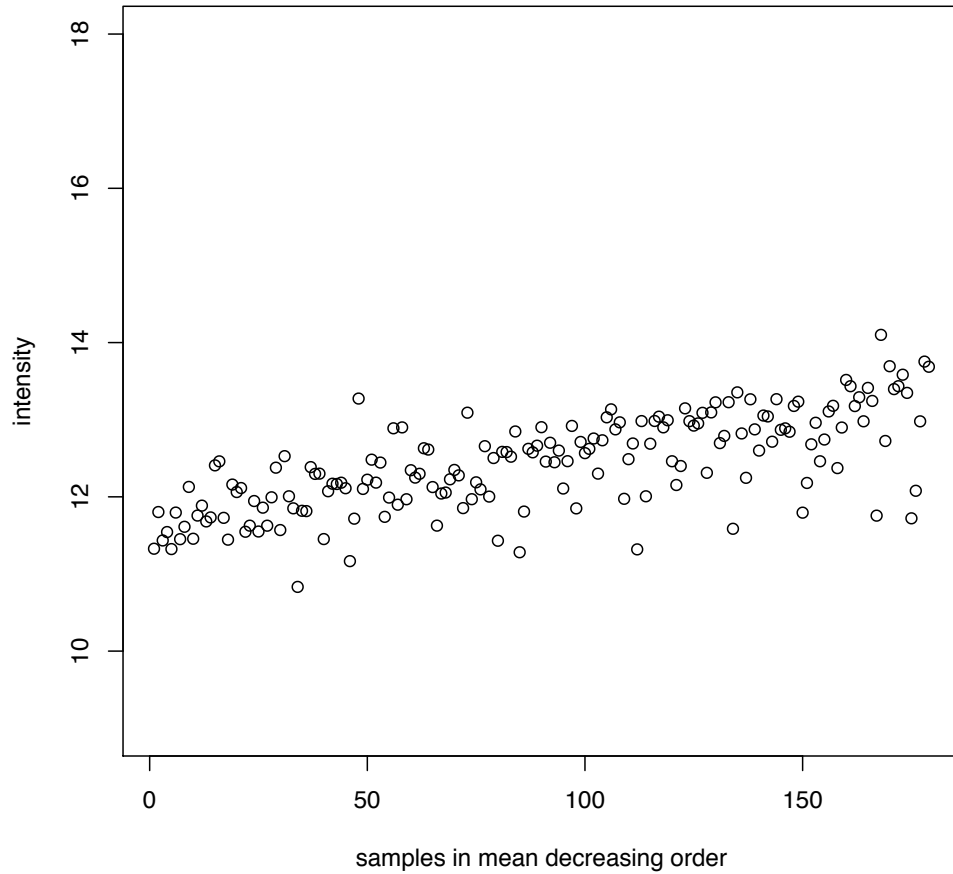

MAD_Dr_004_186682

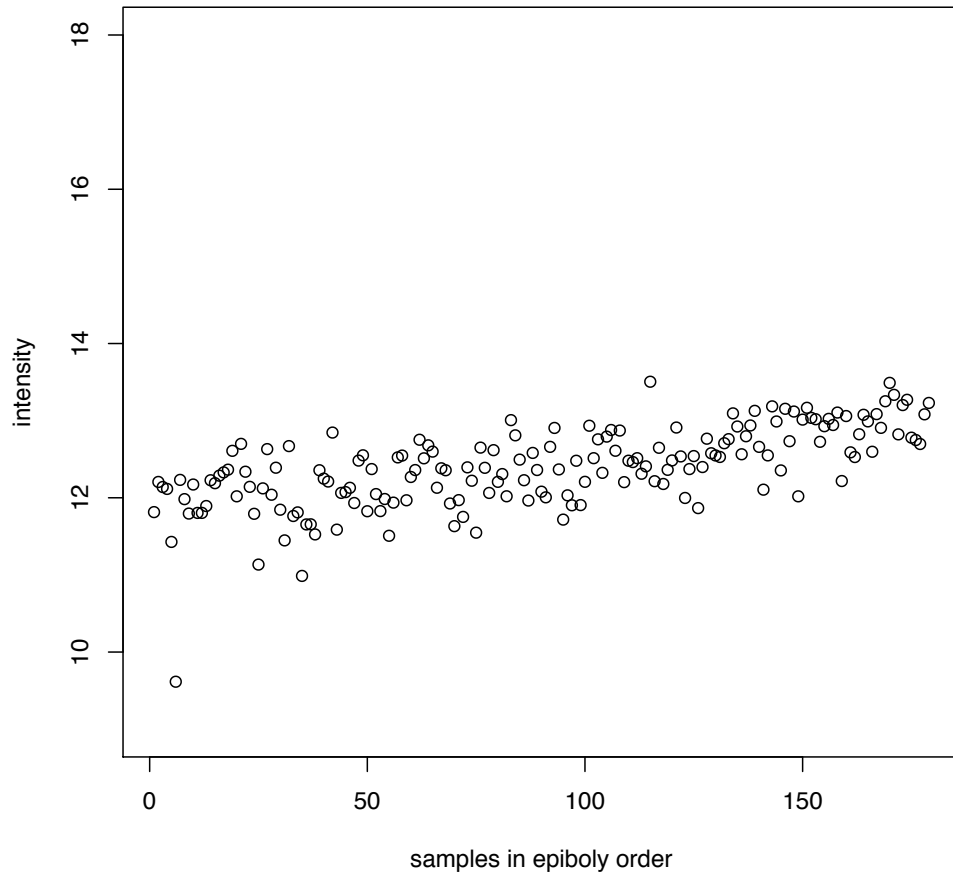

MAD_Dr_004_186682

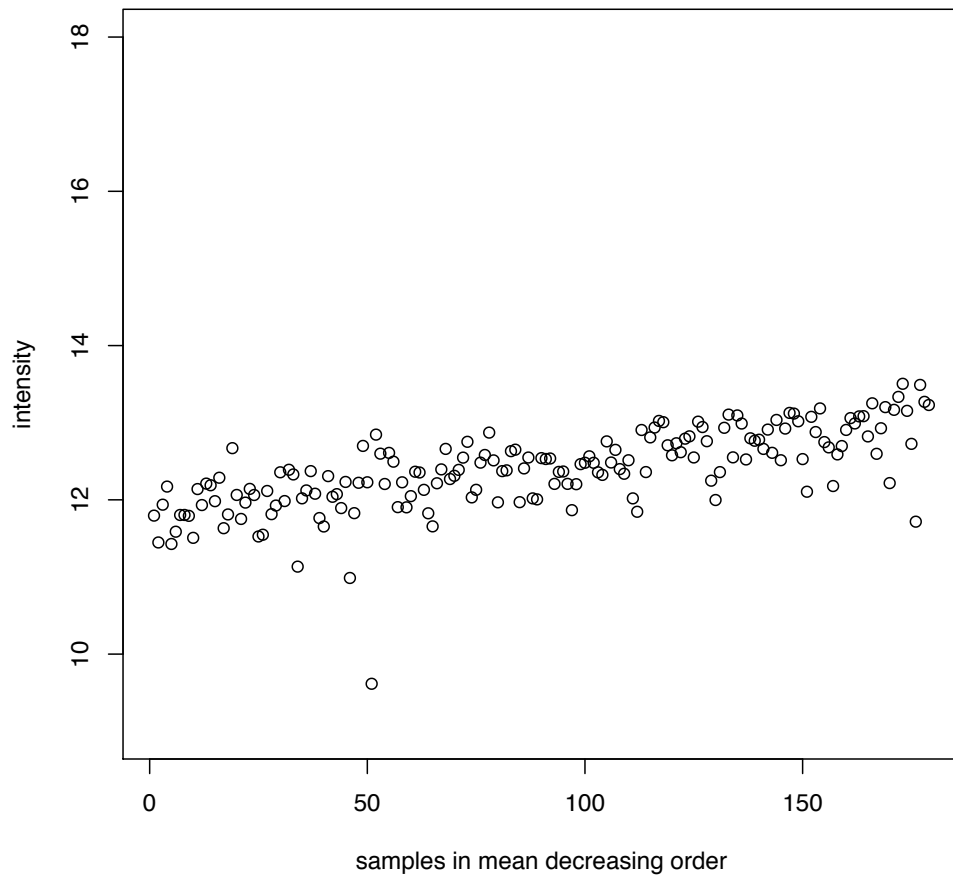

MAD_Dr_004_140972

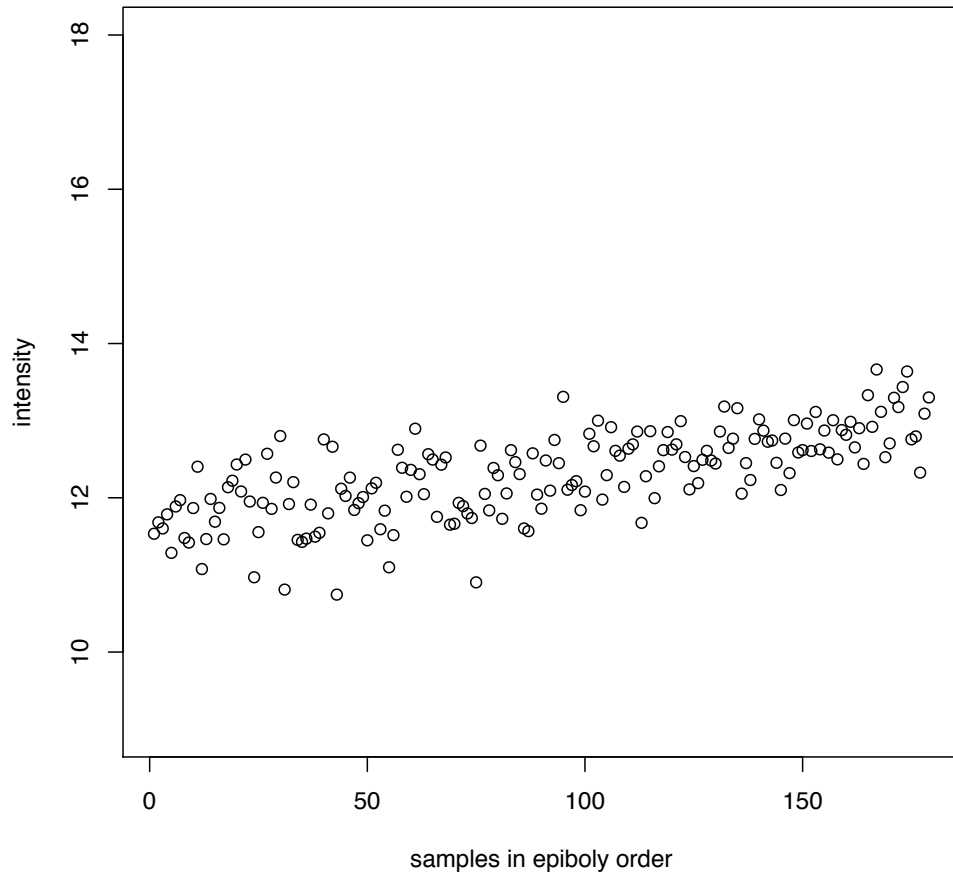

MAD_Dr_004_140972

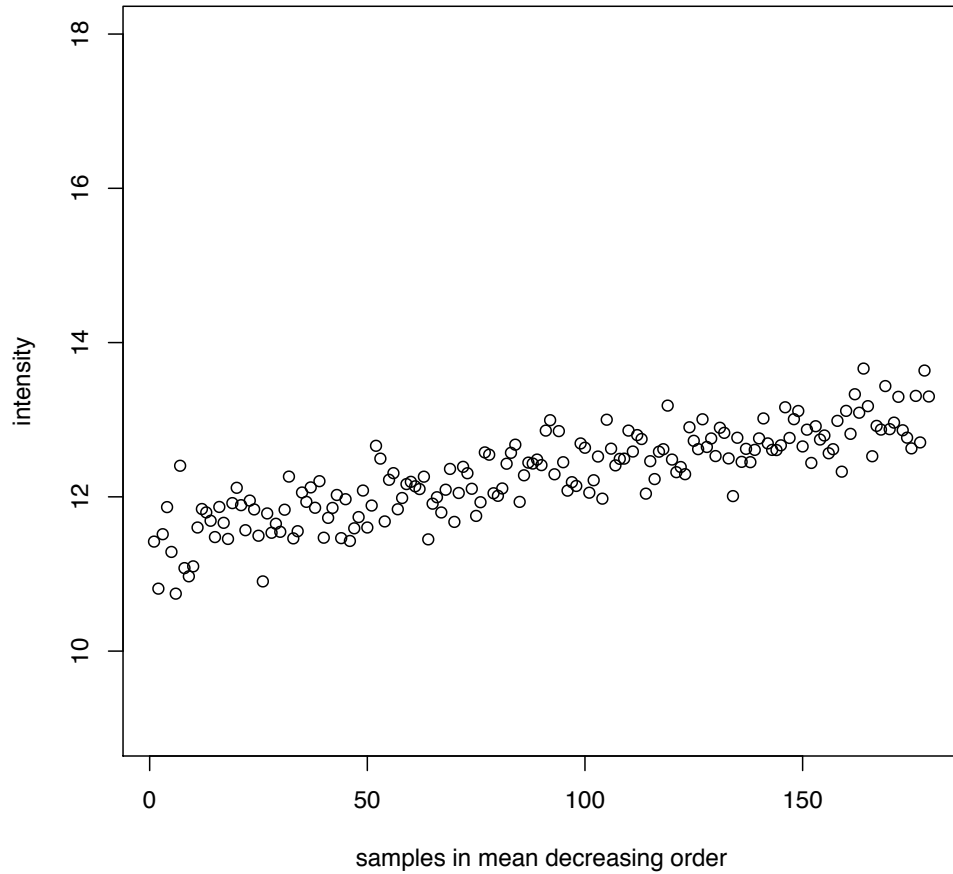

MAD_Dr_004_111641

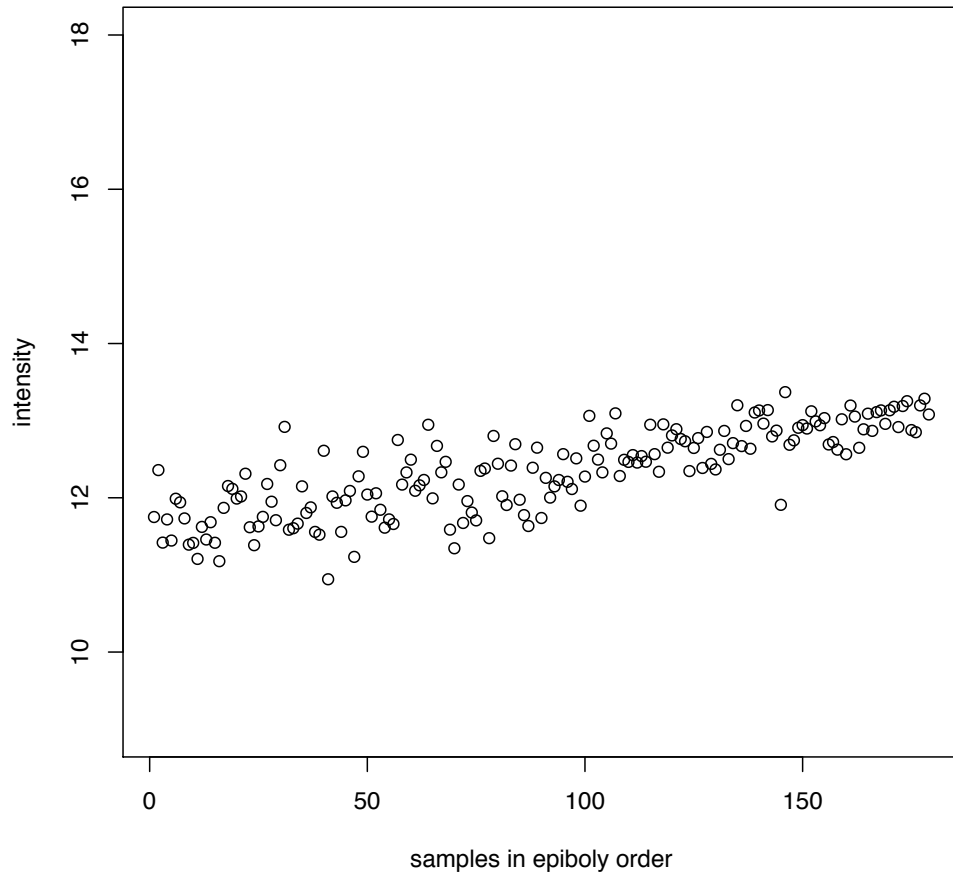

MAD_Dr_004_111641

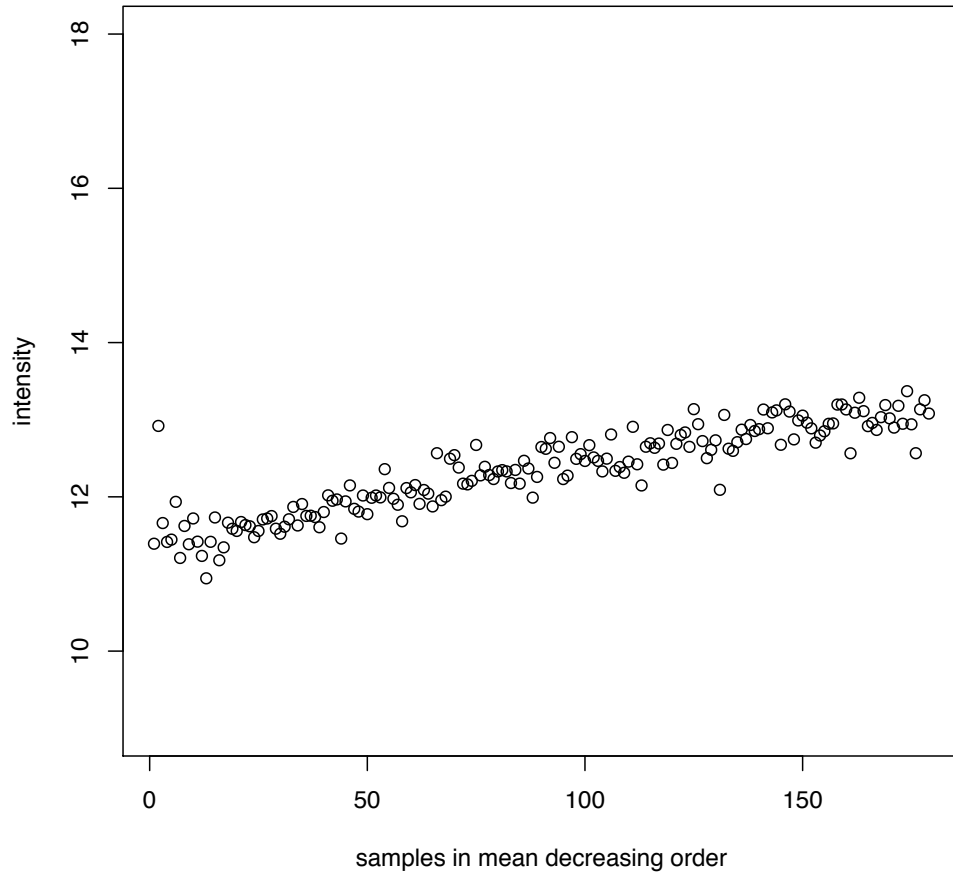

MAD_Dr_004_159571

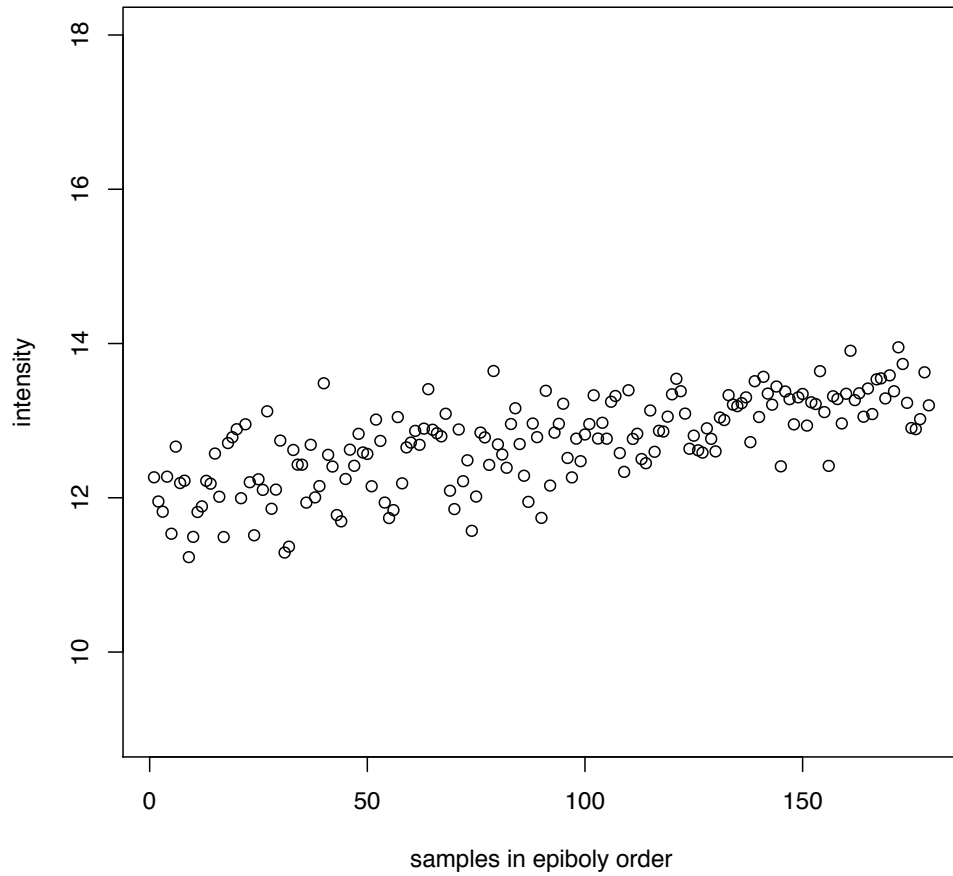

MAD_Dr_004_159571

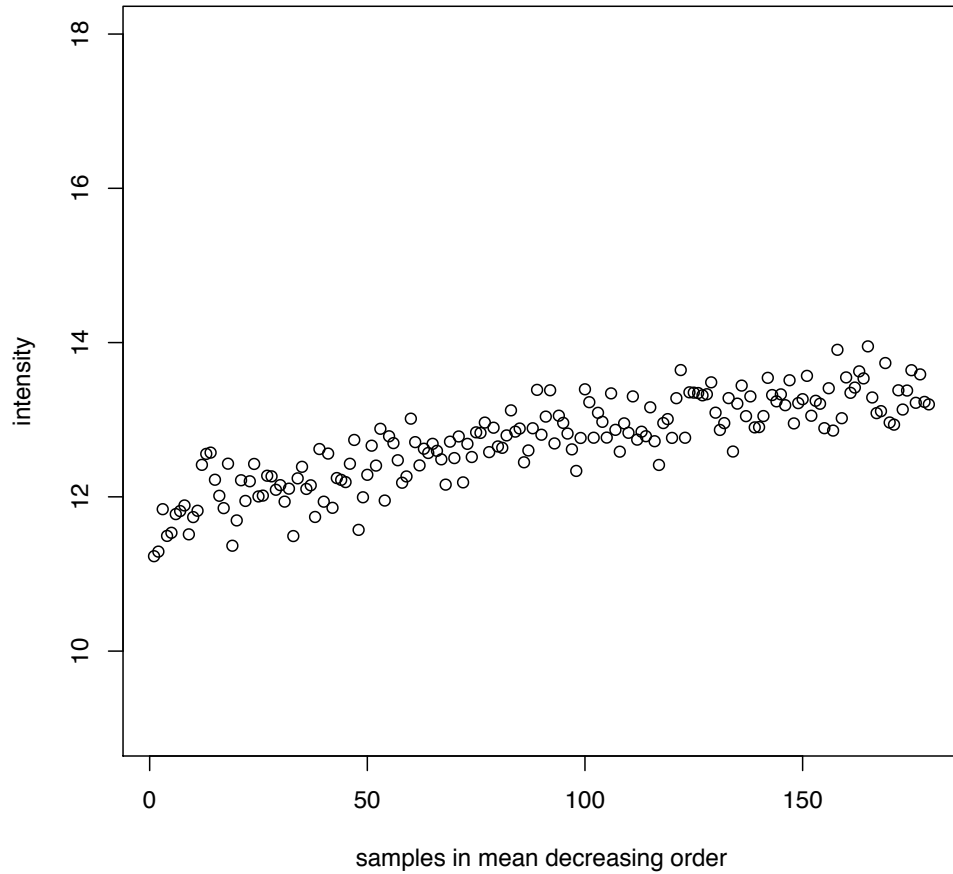

MAD_Dr_004_146299

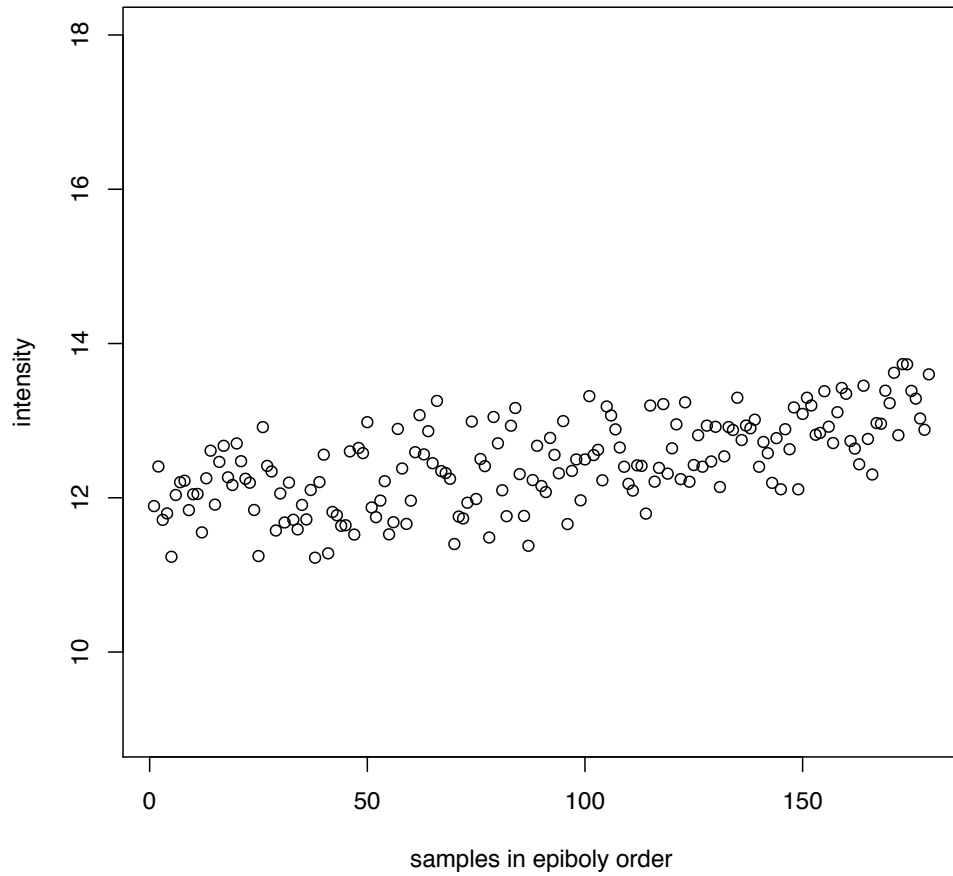

MAD_Dr_004_146299

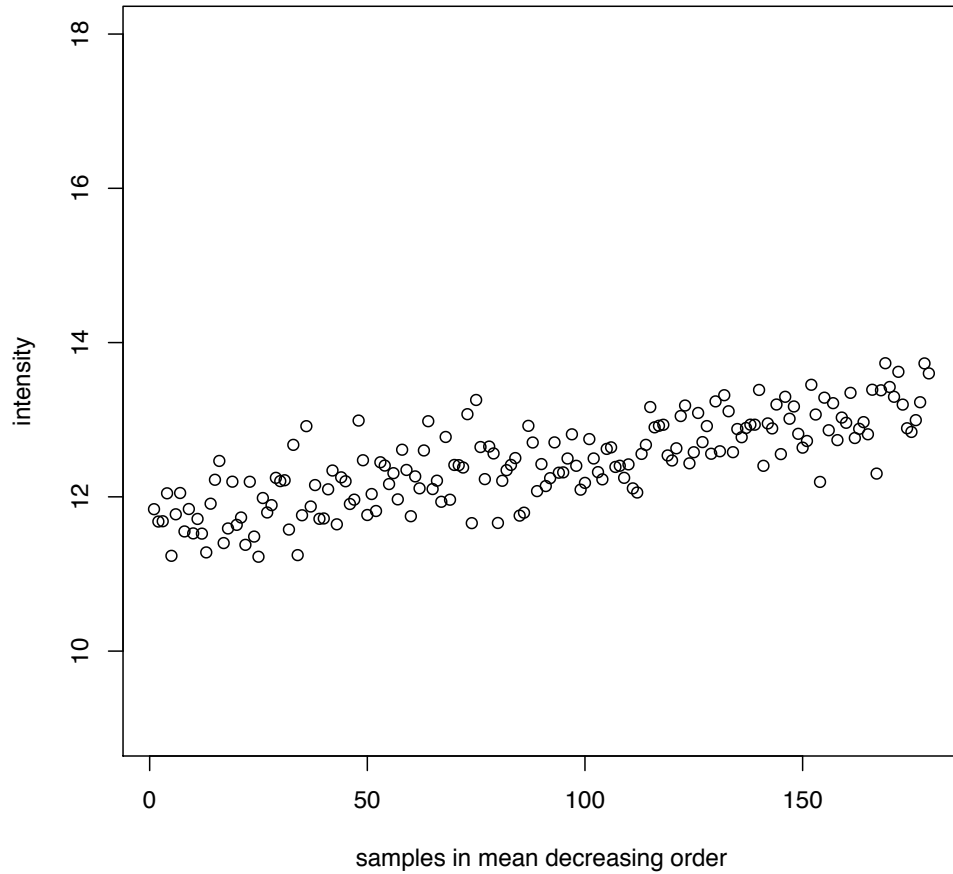

MAD_Dr_004_154107

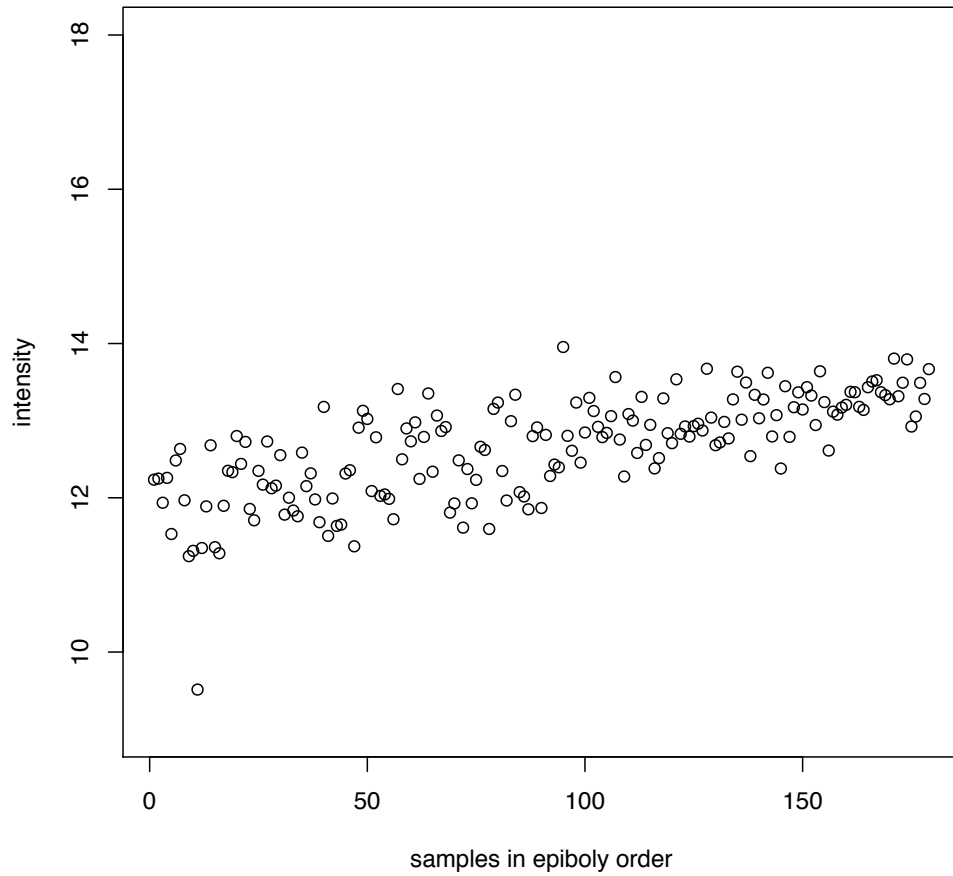

MAD_Dr_004_154107

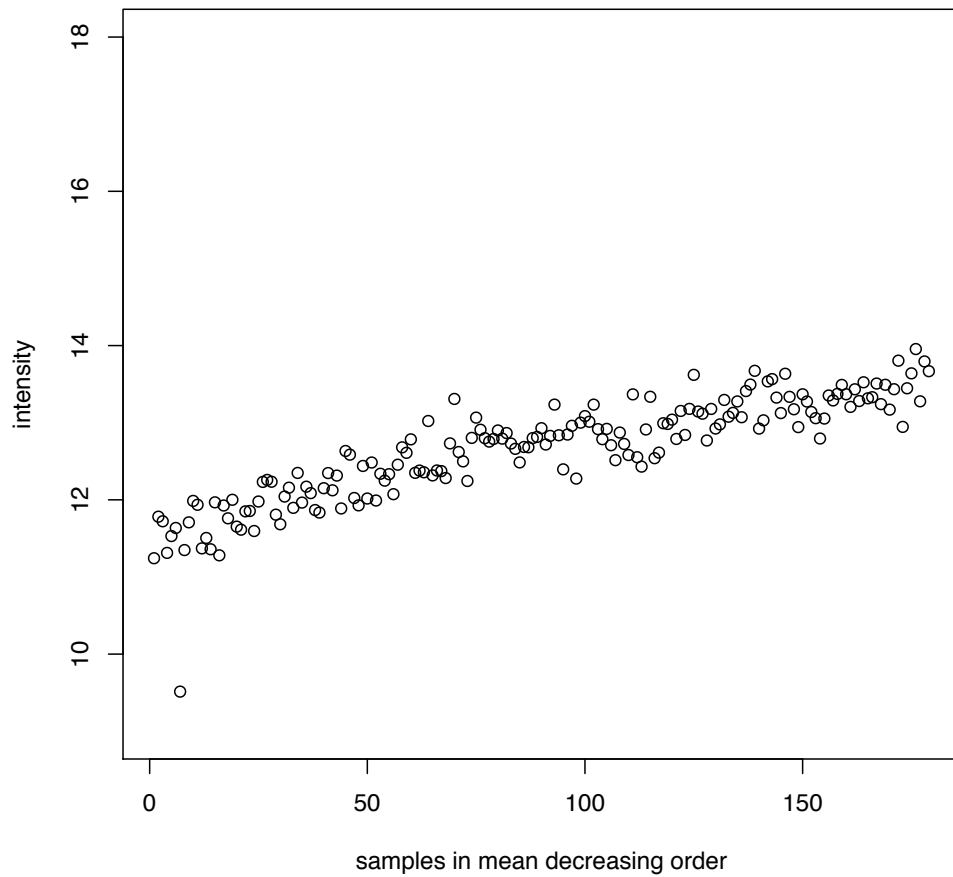

MAD_Dr_004_188075

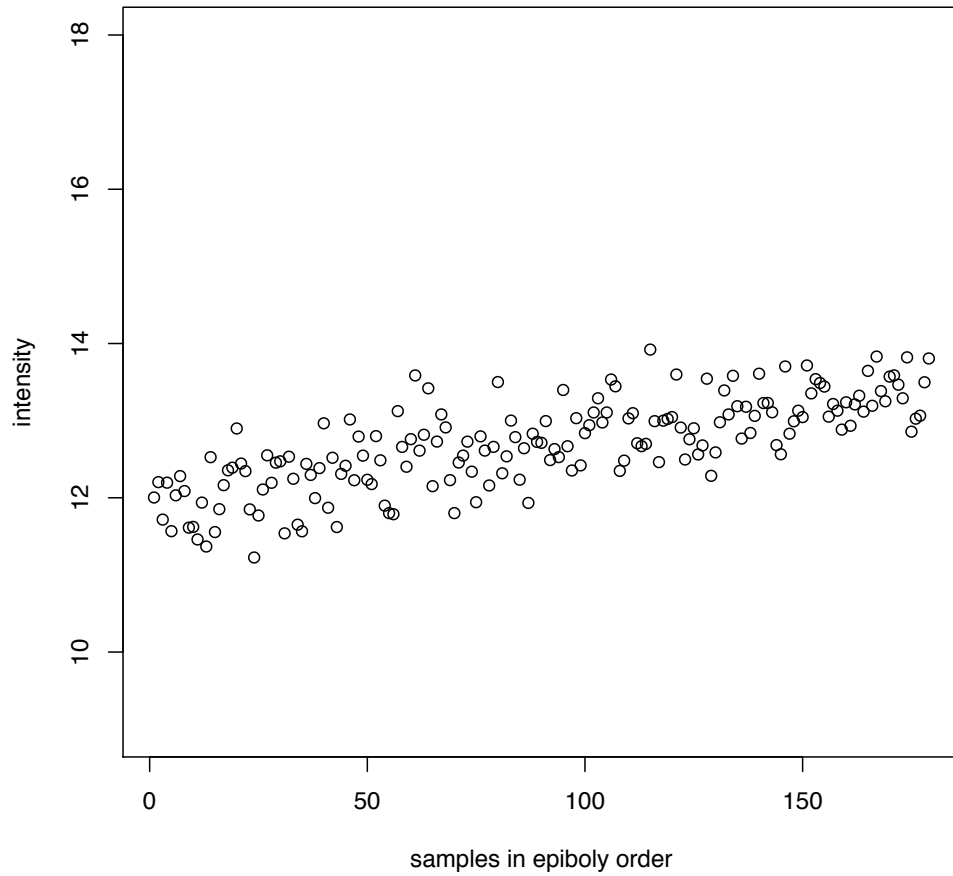

MAD_Dr_004_188075

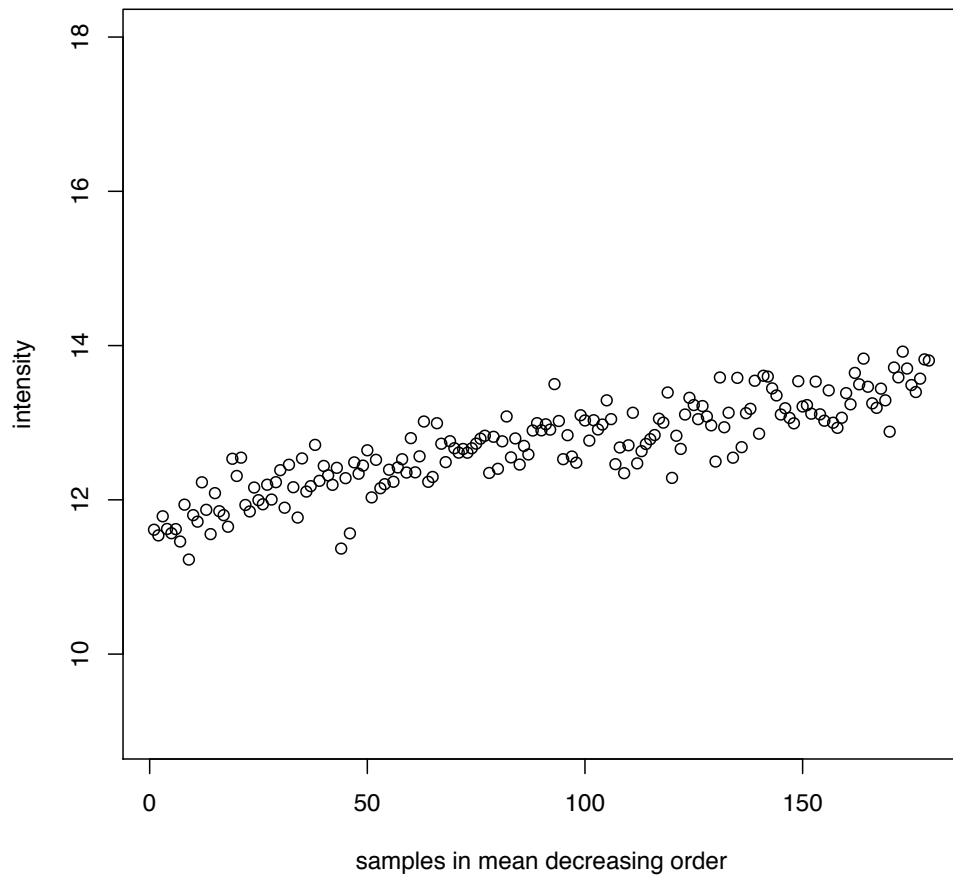

MAD_Dr_004_190871

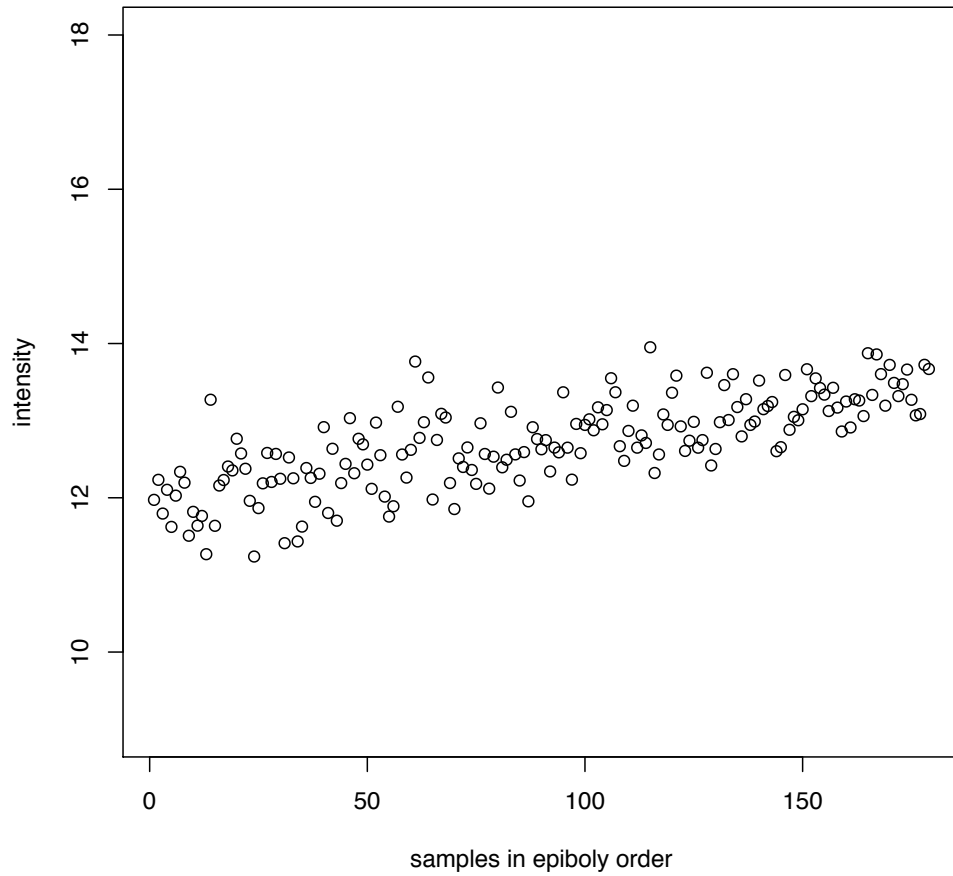

MAD_Dr_004_190871

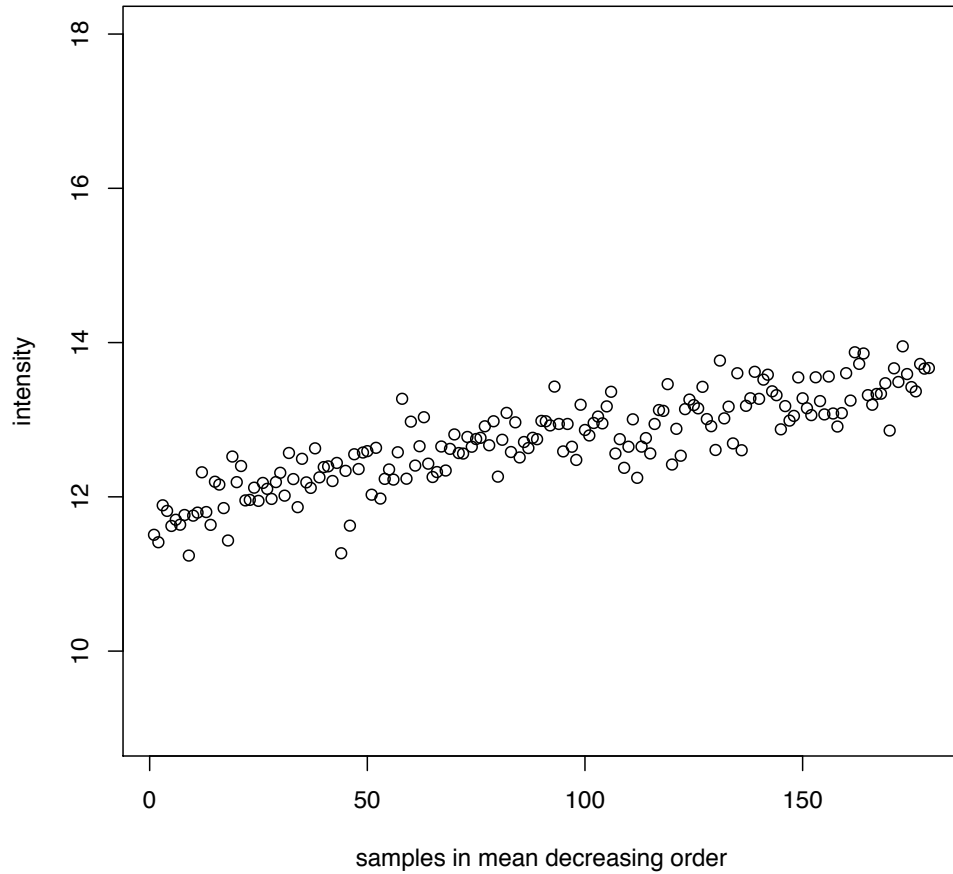

MAD_Dr_004_171632

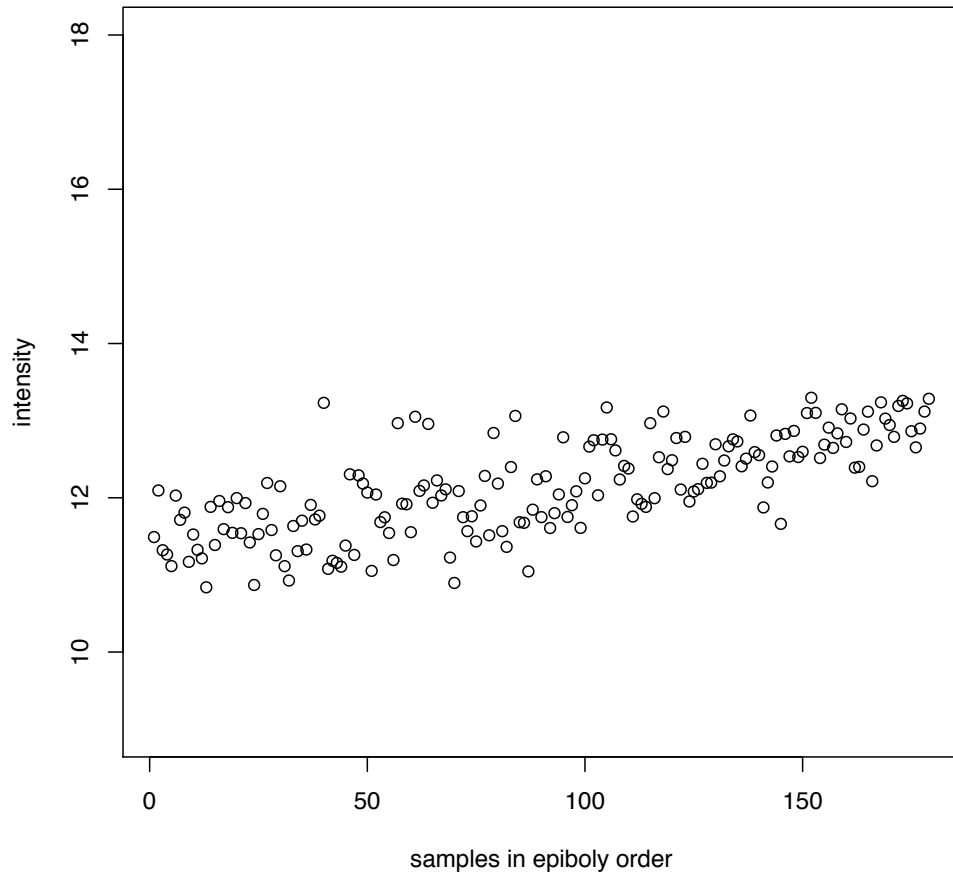

MAD_Dr_004_171632

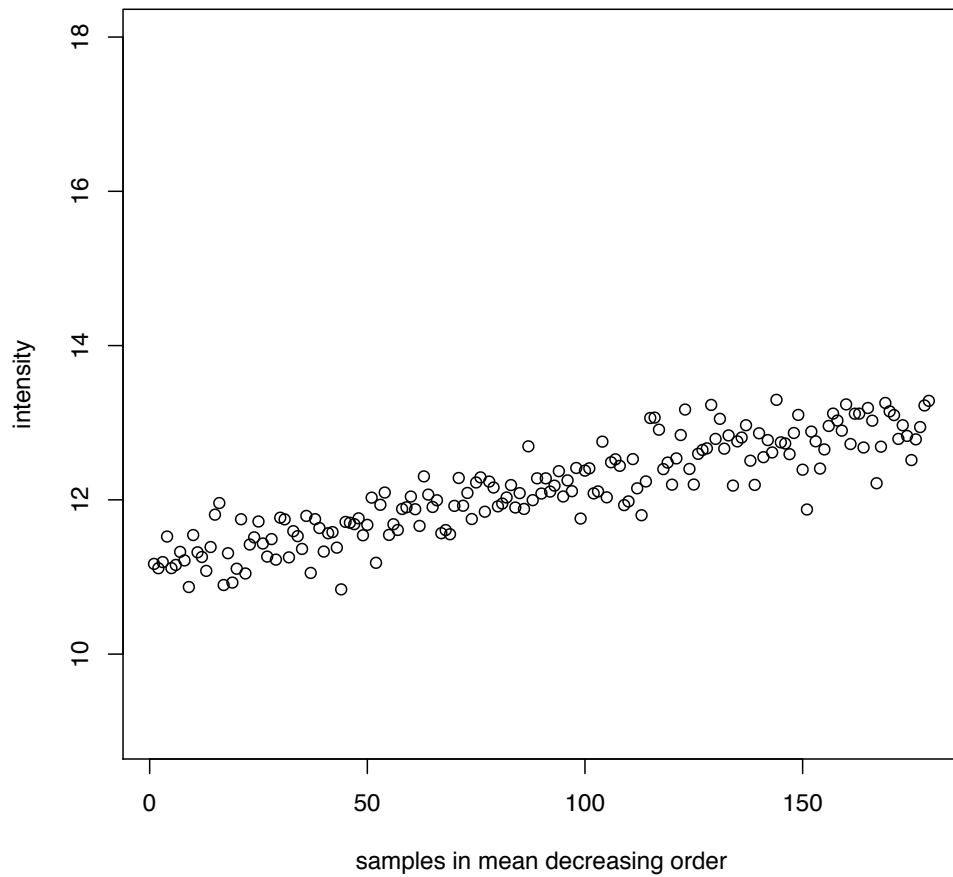

MAD_Dr_004_107344

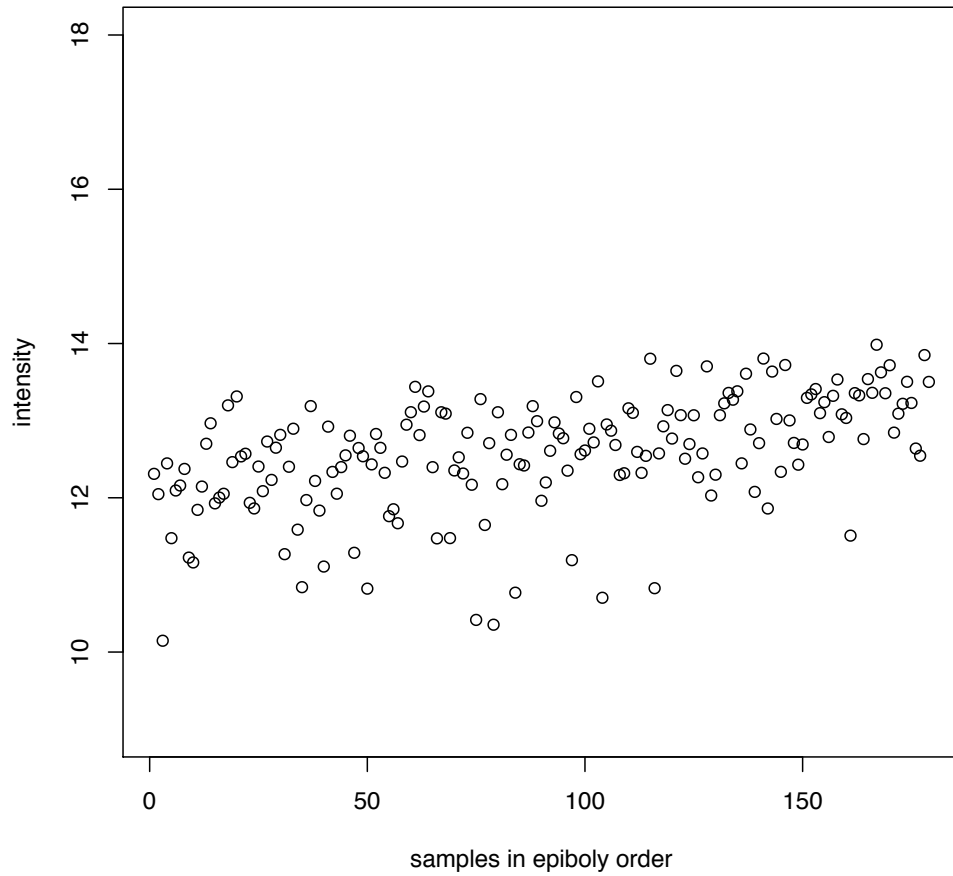

MAD_Dr_004_107344

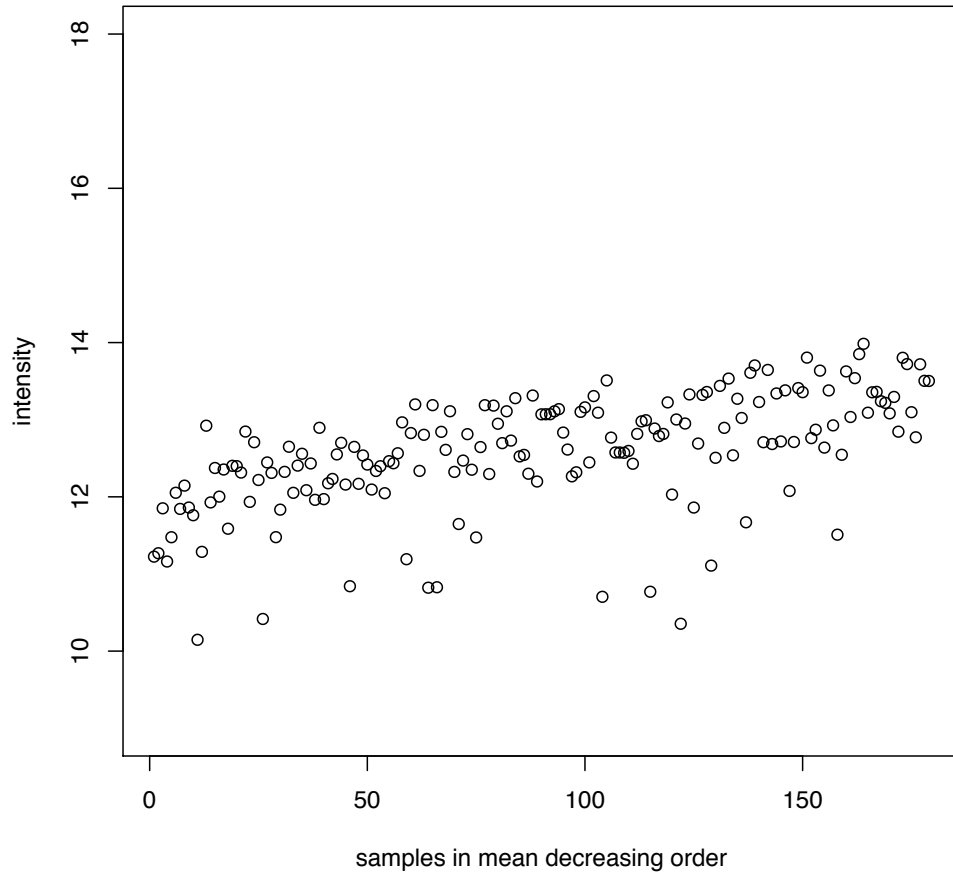

MAD_Dr_004_188258

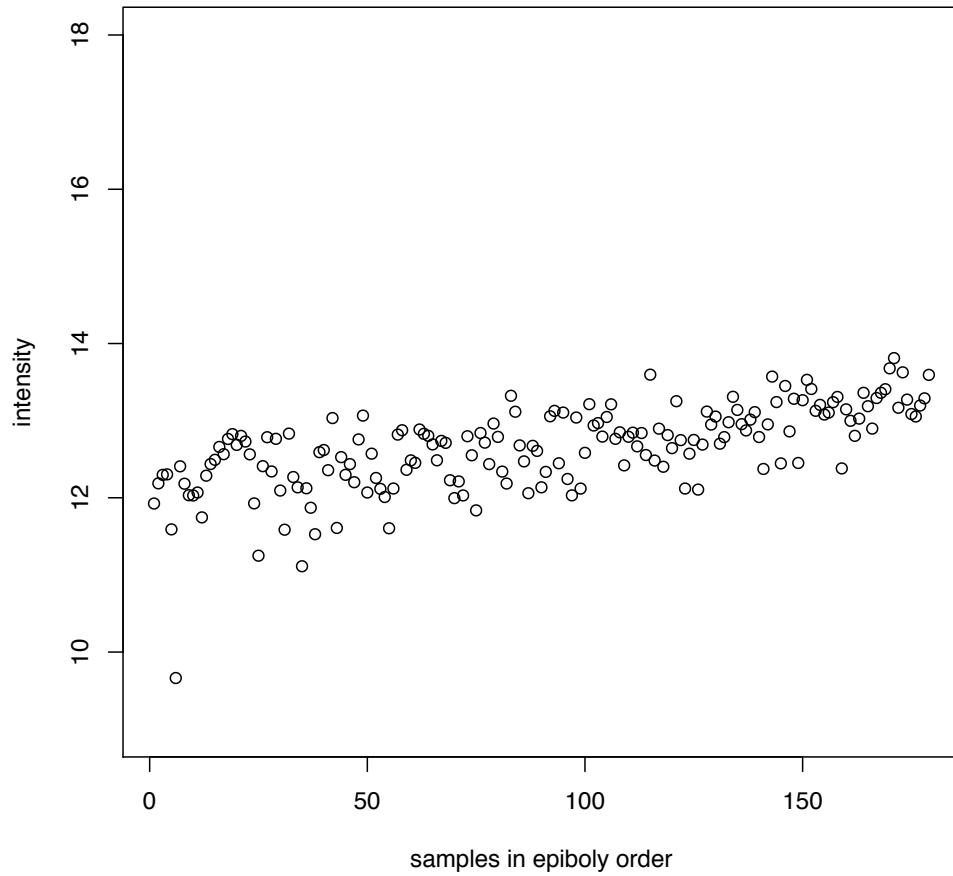

MAD_Dr_004_188258

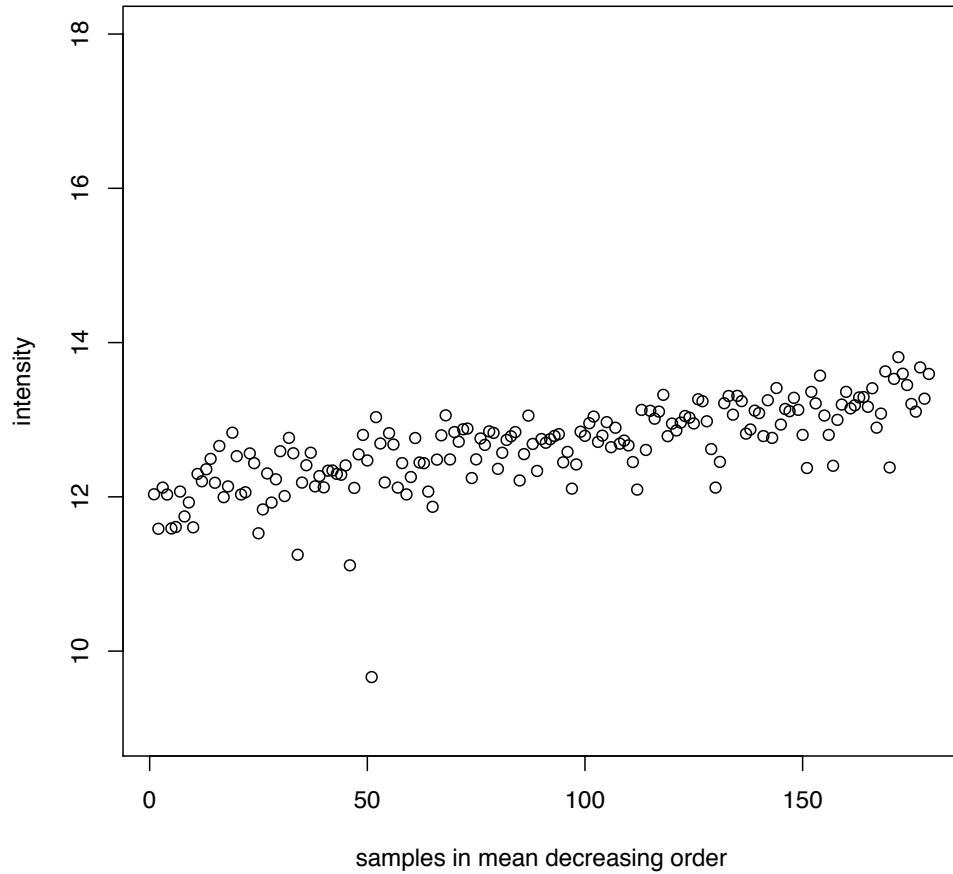

MAD_Dr_004_139449

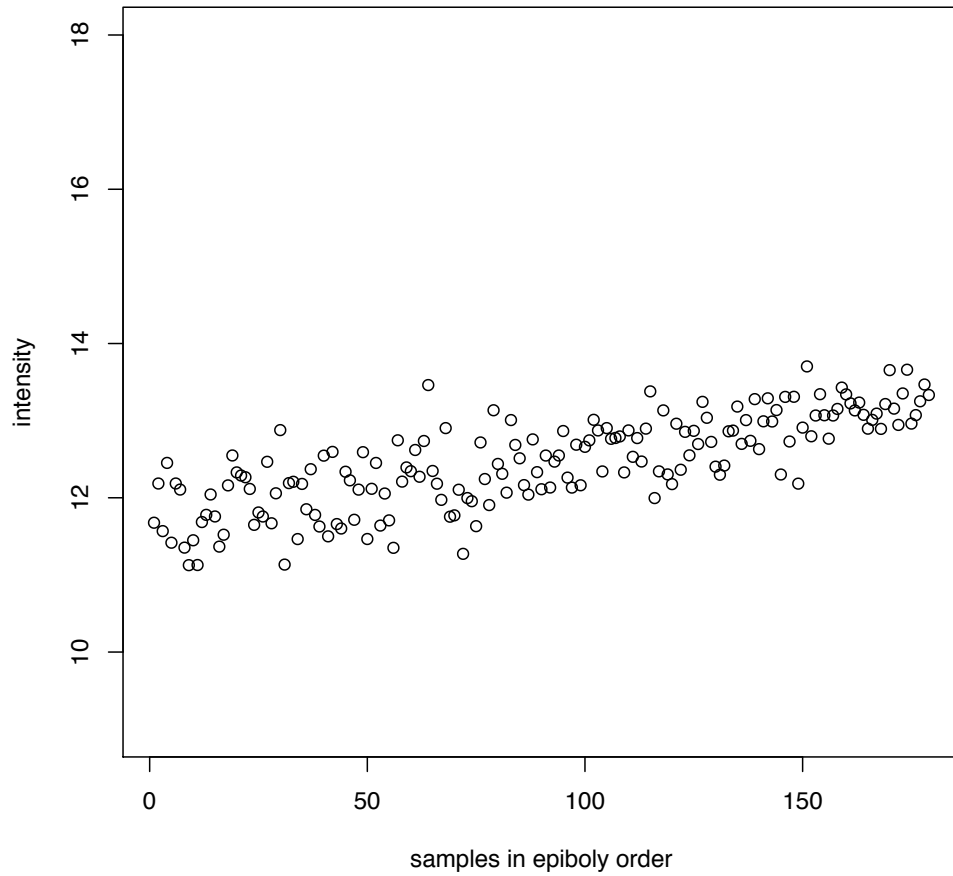

MAD_Dr_004_139449

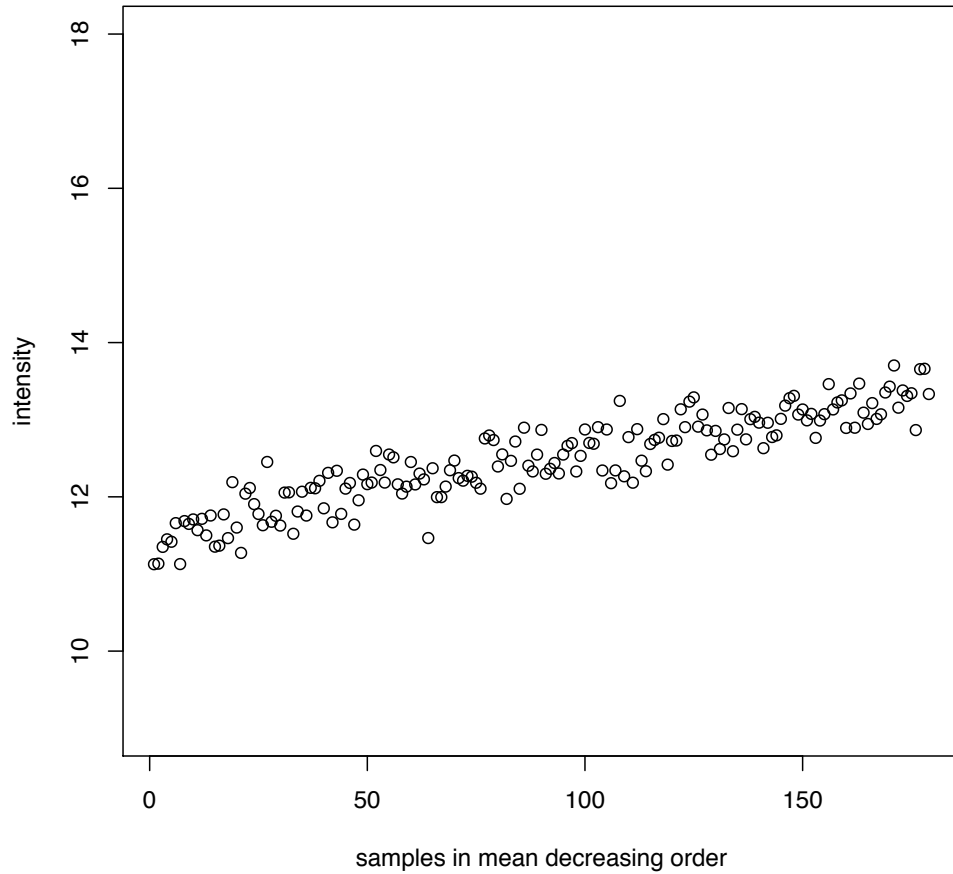

MAD_Dr_004_150177

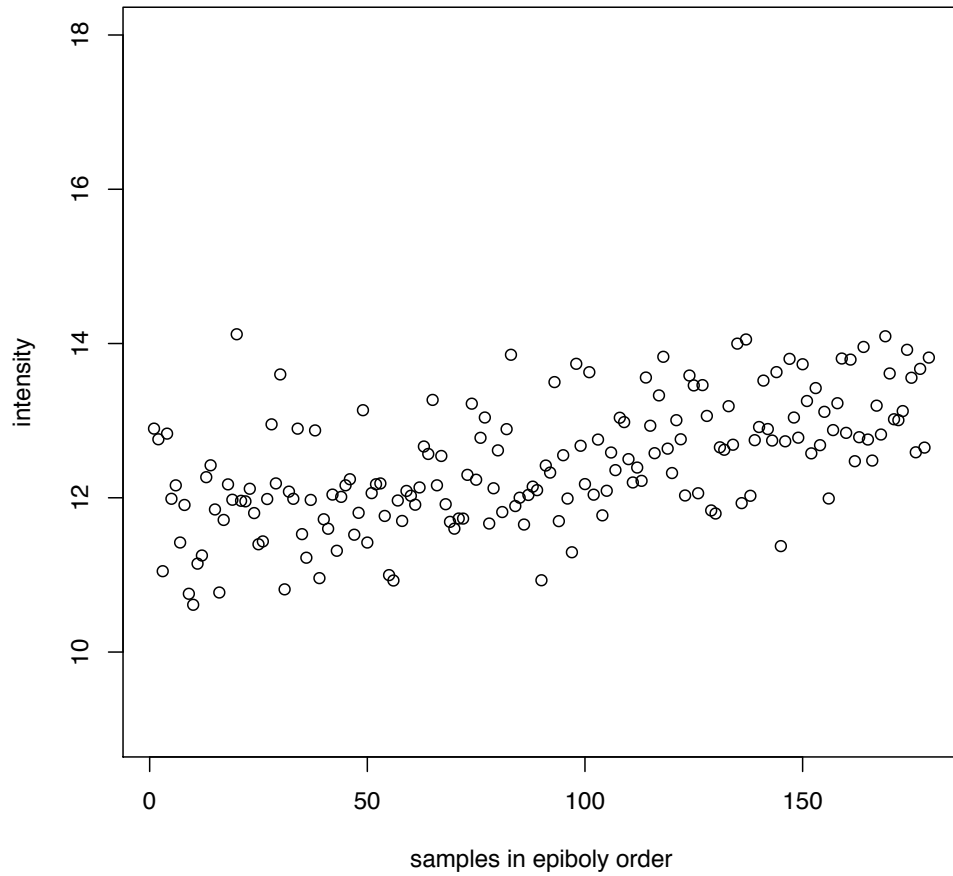

MAD_Dr_004_150177

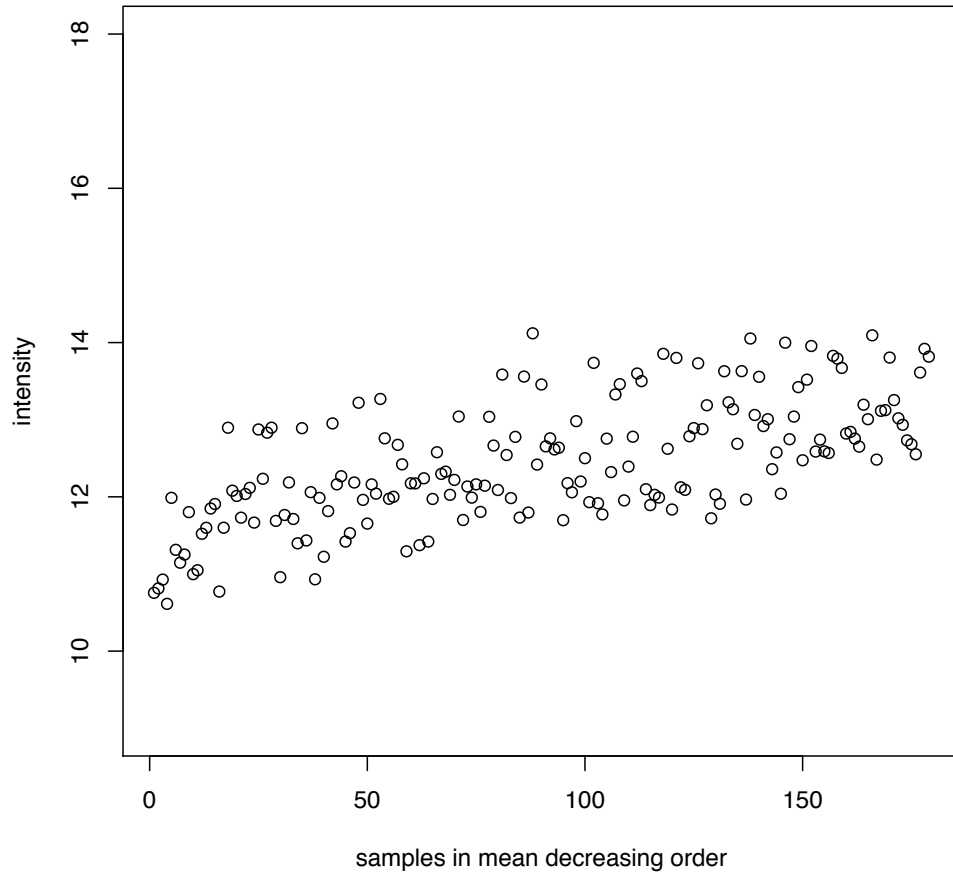

MAD_Dr_004_125987

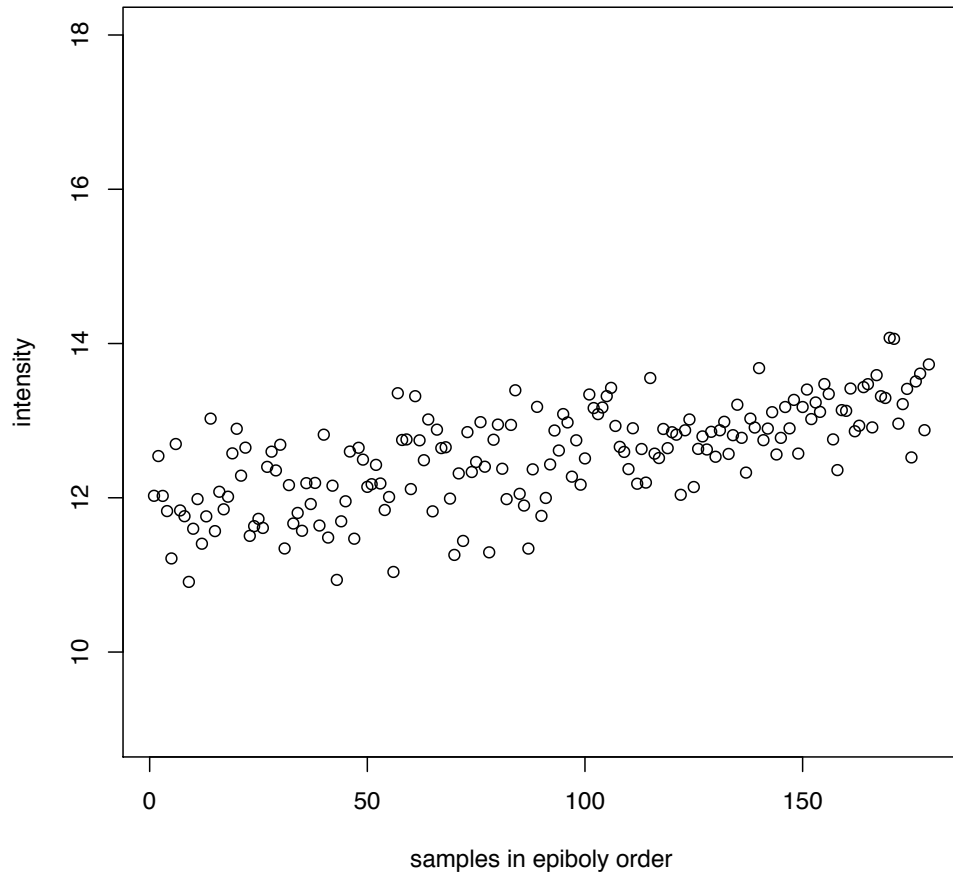

MAD_Dr_004_125987

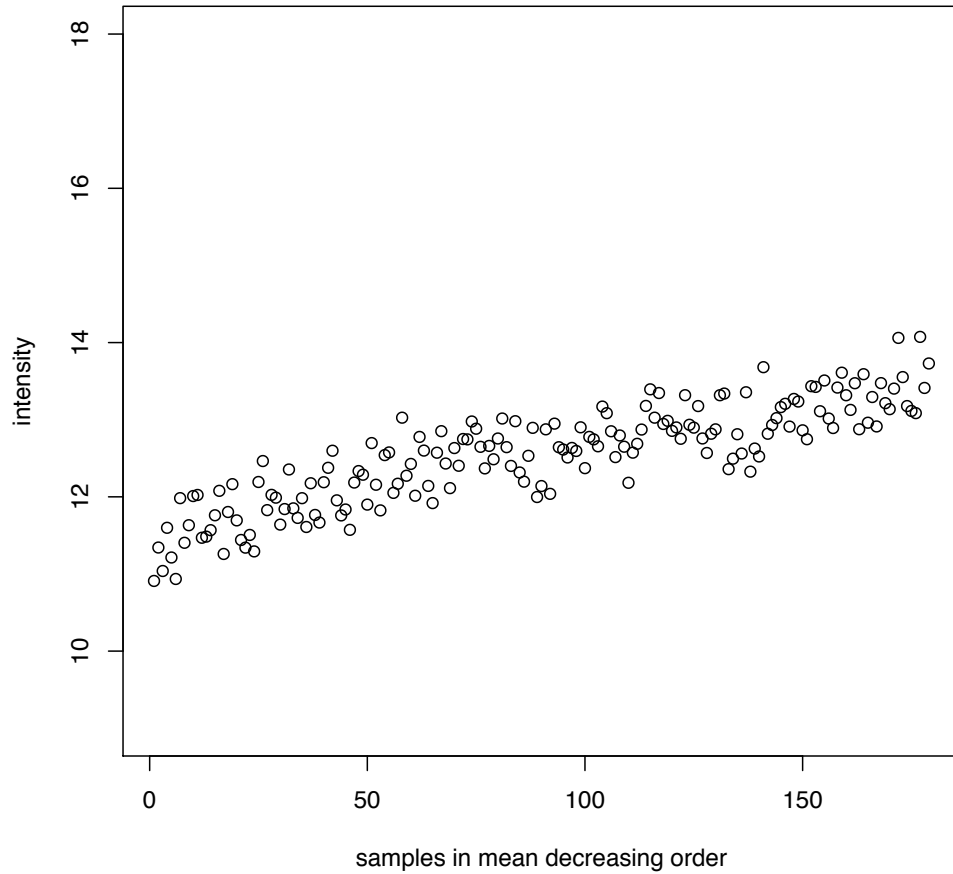

MAD_Dr_004_198712

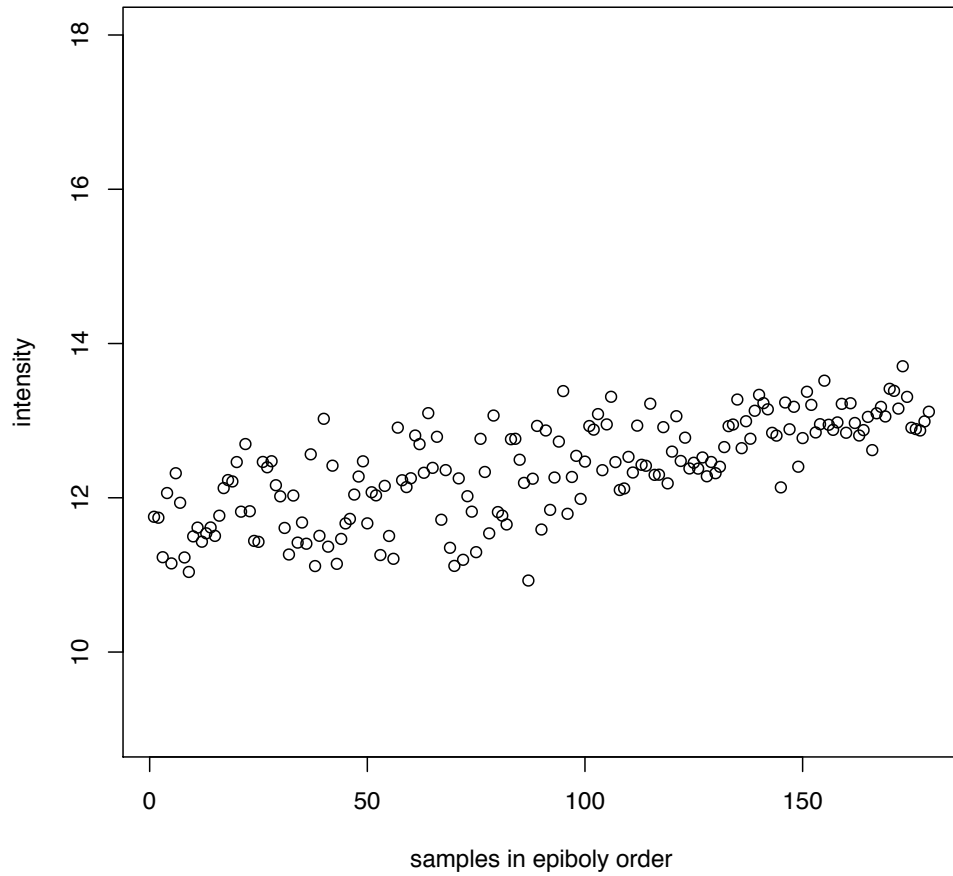

MAD_Dr_004_198712

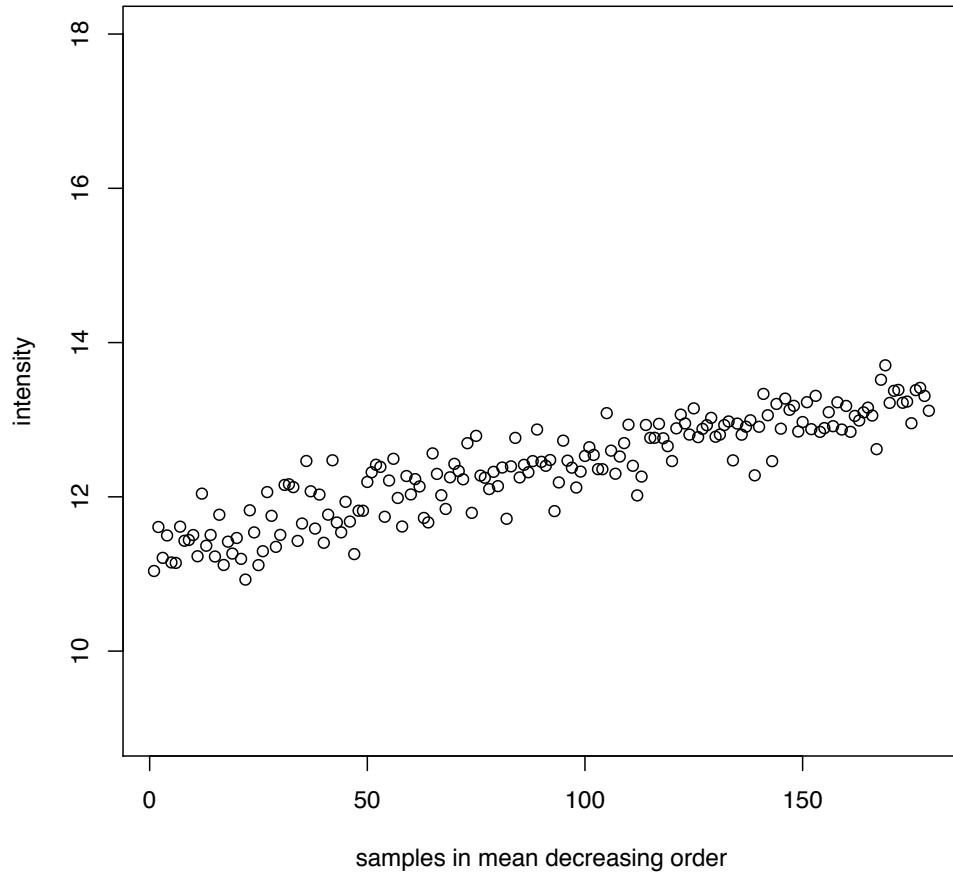

MAD_Dr_004_175398

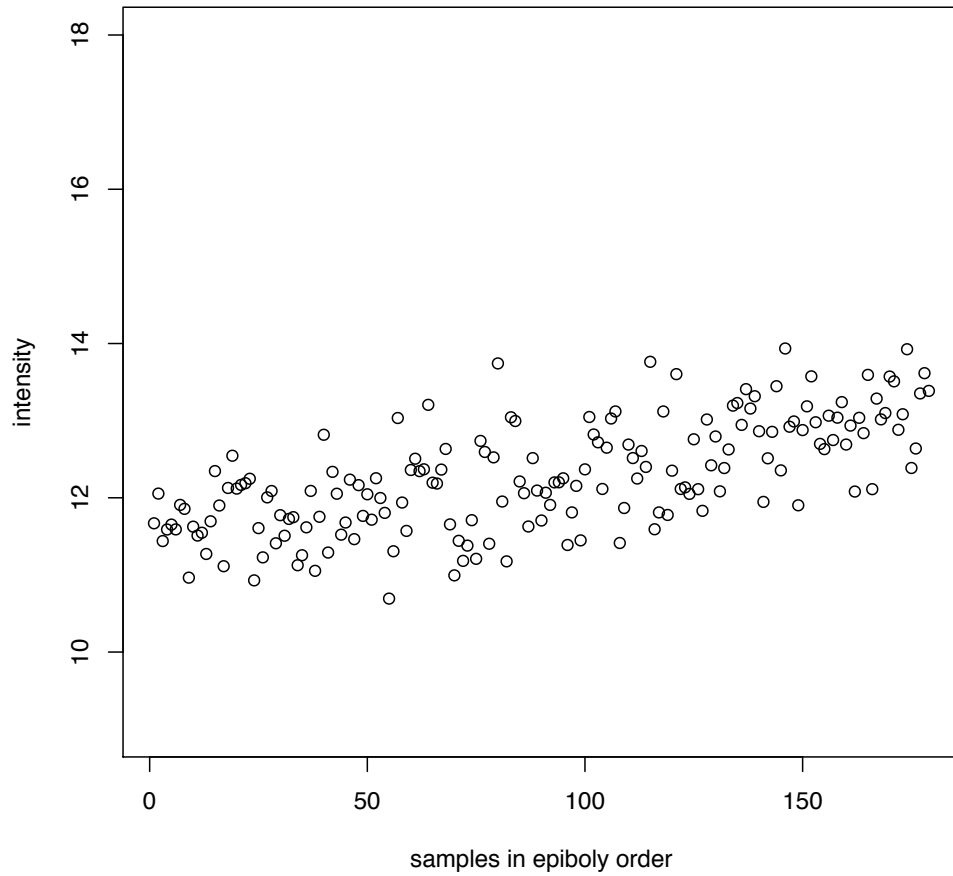

MAD_Dr_004_175398

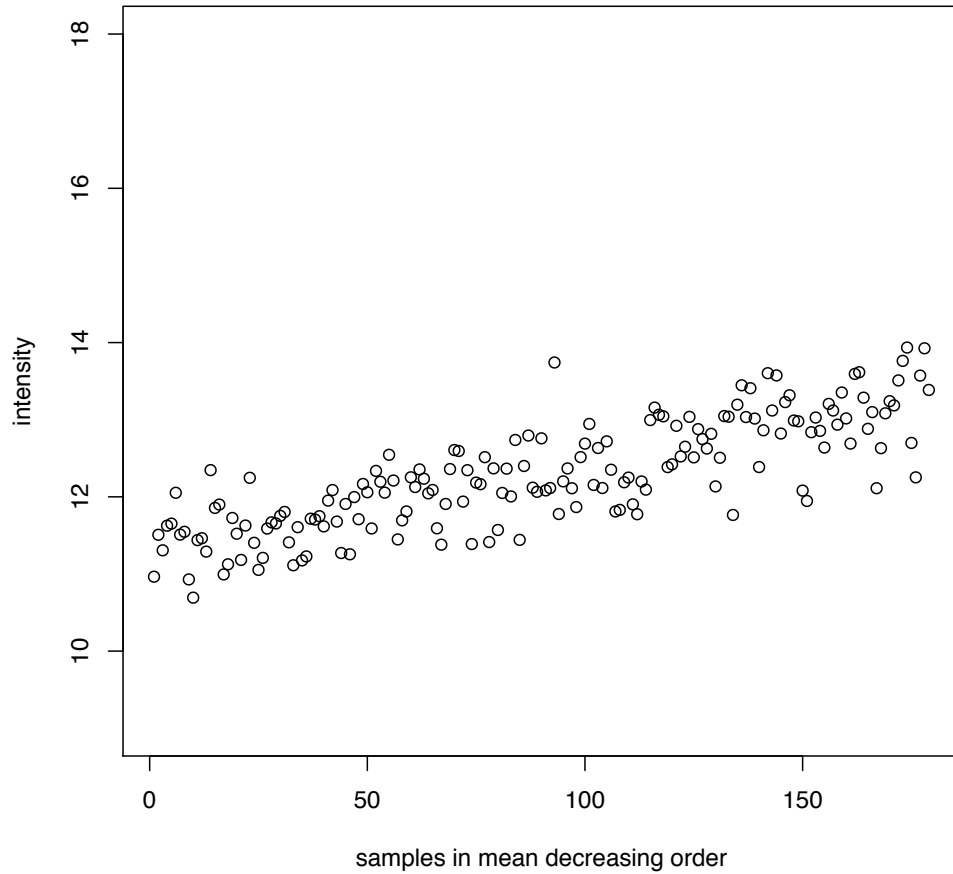

MAD_Dr_004_134328

MAD_Dr_004_134328

MAD_Dr_004_150074

MAD_Dr_004_150074

MAD_Dr_004_102589

MAD_Dr_004_102589

MAD_Dr_004_156148

MAD_Dr_004_156148

MAD_Dr_004_174878

MAD_Dr_004_174878

MAD_Dr_004_174297

MAD_Dr_004_174297

MAD_Dr_004_103998

MAD_Dr_004_103998

MAD_Dr_004_183667

How the deposited data were processed for this re-analysis (not part of the article)

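The deposited values are log2 Cy3 intensity of single embryos on NimbleGen arrays. The authors amplified poly-A+ RNA in 1 round, scanned the arrays with Feature Extraction 9.5.3, kept probes called present, removed no background, quantile normalized and collapsed probes into transcripts with affy 1.48.0, limma 3.26.9 and maanova 1.40.0, and annotated them by Ensembl release 79. The deposited epiboly, in percent, was measured by the authors on photographs. The deposited RNA yield is in ng and the RNA integrity number has no unit, both as the authors recorded them. The deposited Cy5 reference channel was used by the authors for quality control and is not used here.

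Transcripts with an Ensembl identifier were averaged per gene. The 5,281 transcripts without one were tested apart. Of 6,734 genes 5,561 (82.6%) have a symbol in the annotation table, where 7 names had been turned into dates by a spreadsheet. Others are named by their Ensembl identifier. No filter was added to that of the authors.

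The grouping by spawn, number and epiboly uses the sample labels and the supplementary table. Both give the same values for 152 embryos. For the other 27 embryos they do not settle the values. Most of these carry an embryo number that the labels give to 2 samples while the supplementary table lists it once, and for the remaining embryo the spawn differs. These 27 enter neither spawn nor epiboly tests in the main setting. The column of embryo 358 holds no values. The 2 deposited columns of per-sample values that are not used are those of this embryo. Embryos are independent animals within 9 spawns, and spawns lie within 5 collection days.

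The order follows the paper's rule, with training transcripts that go from a mean under 12 to a mean over 13 between the 10 embryos at each end of measured epiboly, and embryos sorted by these transcripts. Trends were tested with limma 3.58.1 in R 4.3.3 (data.table 1.17.8, jsonlite 2.0.0) on position, with Benjamini-Hochberg adjustment at 0.05 and an angle of 0.1 degrees. Distances to the fitted line use lowess with a span of 2/3, and discontinuous profiles have a lowess to linear ratio under 0.95. Starting and stopping genes have a mean of the 15 embryos at 1 end under the 5th percentile of gene levels. Peaks are sought between positions 30 and 150. Oscillations are the best of sine waves from 1.5 to 9 cycles in steps of 0.25 on residuals, with 100,000 permuted series drawn from all genes. Multilevel genes have a log2 variance above -0.1 and a ratio of sums of squares under 0.3, with each level spanning a good part of the order, and their levels were tested against spawn by permutation. Spawn was tested with limma beside a spline of 3 degrees of freedom on position, and slopes by spawn with linear terms, then beside that spline. Correlations have permutation p-values from 100,000 permutations.

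Gene lists, 27 in number, were fixed before the values were read: organizer, ventral and BMP, Nodal, paraxial mesoderm, segmentation clock, neural ectoderm, pluripotency and zygotic activation, maternal, germ plasm, enveloping layer, yolk syncytial layer, Fgf, Wnt, retinoic acid, convergence and extension, Hox, ribosome, spliceosome, cell cycle, DNA replication, proteasome, oxidative phosphorylation, histone, p53 and apoptosis, stress, blood and vessel, and muscle and heart. They were tested with camera of limma at a preset correlation of 0.01, with an estimated correlation, and with fry. Named genes are those the paper names, the 3 steepest of each list and the steepest of opposite sign, the 10 steepest in each direction with the same sign in every spawn, the 10 with the largest F of spawn, the 10 clearest multilevel genes, the 5 largest extremes and the 10 largest oscillation shares. Genes named outside this rule are members of the training sets, of the same-day spawn contrasts, of the slope comparison and of neighbouring pairs, and were chosen after their values were seen.

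The alternatives cover the order, the time variable, the collapse to genes, the covariates, leaving out each spawn, and several of the limits named here. The training limits of 12 and 13, the 15 embryos at each end, the window for peaks, the degrees of freedom of the spline of the spawn test and the limit on adjusted p were not varied. A simulation of 3,000 genes with known effects recovered all trends, waves, levels and peaks and 198 of 200 spawn effects, and called at most 13 of 2,540 unchanged genes. Its peaks were broad and of 2 log2 units, and its spawns were spread at random over a known order. Real spawns are uneven along an order taken from the data, so these rates may not carry over. The positions of neighbouring genes come from the GRCz12tu assembly, which differs from the one of the authors, so no coordinates are given. The supplementary table of profile types holds only part of its genes in the sources used here, so no overlap with it was tested. Pathway over-representation and non-expressed transcripts are not analysed here, because the deposited table holds only part of the transcripts on the array.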

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

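The linear comparison of slopes between spawns, also by measured epiboly, was set before the values were read, whereas the comparison beside a spline, the draws without a difference in slope and the tests of transcripts without an Ensembl gene were chosen only after the results for genes were seen.

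The straight slope over developmental position differed between spawns in 684 of 6,734 genes by limma with Benjamini-Hochberg adjustment (152 embryos), which stands out because all spawns pass through the same stages. Among 100 regroupings of the embryos, the true spawns included, the true one gave 684 genes and the highest other gave 24, but regrouping also evens out the positions each spawn covers. With a spline of position as the common course 34 genes stayed (4.97% of the 684), so most of these differences may come from 1 curve sampled at different positions. Drawn 99 times with that curve and no difference in slope, the linear test gave a median of 251 genes (highest 640) and the spline test a median of 1 (highest 32), and by measured epiboly the 2 tests gave 22 genes and 1. Among the 34, the slope of ENSDARG00000079091 ran from -0.62 log2 units per 60 positions in spawn 5 to 0.52 in spawn 2 and that of the fatty acid transport gene slc27a2a from 0.37 in spawn 8 to 1.74 in spawn 1 (adjusted p 2.66e-06 each by limma).

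Transcripts without an Ensembl gene stand out because the paper sorts only Ensembl genes into profile types. Of 5,281 such transcripts 1,655 increased (31.3%) and 1,139 decreased (21.6%) by the same limma test and angle, and 3,852 differed between spawns. The rule for discrete levels was met by 44, but among genes that rule also took in some that only rise steeply. None of the 5,281 transcripts oscillated beyond the permutation limit, and the median change of those that increased or decreased was 1.17 fold per hour.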

How the results depend on the processing

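PC2 about spawn means, extrapolation at the mean starting rate, camera with estimated correlations, windows of 7.5 and 5 points, levels on residuals in mixed spawns, the spline for slopes by spawn, points of discontinuous genes, test sets of the other direction, nearest spawn profiles, likeness by day, shares placed without spawn and runs without the 27 embryos that are not settled were chosen only after the results were seen, and all others before. The alternatives with embryo 358 were not run, because its column holds no values. The labels give 13 pairs of samples the same embryo number, but their residuals were not alike (mean r -0.0179 against 0.00323 for other pairs, permutation p 0.7), so no paired analysis was run. Both samples of a pair carry the same spawn label. Even so, the median r of the pairs (-0.0373) was near that of samples of different spawns (-0.0307) and below that of samples of the same spawn (0.253).

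The direction turned for 1 slope and 1 ratio. The slope of exosc3 was -0.13 (adjusted p 0.265 by limma) and 0.20 with the most intense transcript per gene (adjusted p 3.12e-13), and the variance ratio of PC2 was 1.86 and 0.858 about spawn means, where spawn accounts for 87% of PC2. The cause for exosc3 was not tested.

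Counts moved with the limits chosen. An angle of 0.05 left 1,390 constant genes, and 0.2 gave 1,180 increasing, 1,494 decreasing and 4,060 constant genes. A ratio limit of 0.90 left 125 increasing and 241 decreasing discontinuous genes. Off levels at the 2.5th and 10th percentile gave 169 and 422 starting genes, 245 stopping genes at the 2.5th, 81 and 187 discontinuous stopping genes and 64.3% and 35.5% of stopping points after the midpoint, against 45%, and at the 2.5th 51.5% of starting points before it, against 47%, so both shares crossed 50%. A size of 0.5 gave 3 peaks and 3 dips, and a span of 1/3 gave 1 peak (nek7, 1.05, a gene of the paper's multilevel list). Multilevel genes numbered 21 at a ratio of 0.2 and 74 at a variance limit of -1. A search from 3 to 9 cycles, which leaves out the 2.5 and 2.75 cycles of the waves found, gave 0 oscillating genes.

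Time variable and scaling moved others. With measured epiboly the distance limit of 0.4 held for 95.8% of genes, and the slope differed between spawns in 22, against 684, and in 34 beside a spline of position. PC1 took 29.2% with scaled genes, and spawn 65% of PC2 with the spawn of the labels. End-to-end lowess rates had medians of 1.173 and 1.213 fold per hour. Among gene lists fry gave 7 lower later, and camera with estimated correlations 2 higher and 0 lower against 12 and 3. The cause was not tested.

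Of 4,392 changing genes 61% stayed at an angle of 0.2 and 88.2% to 100% elsewhere, with 0 in the opposite direction.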

Differences from the paper's values

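The spread of PC2 about spawn means, the test sets of the other direction and the points of discontinuous genes were chosen only after the results were seen, and the other tests here before. A value is called within range where it and the paper's differ by a factor of at most 1.5.

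Starting and discontinuous genes made up 1.43% of genes, where the paper gives 2.3%, and numbered 96, where the paper gives 157. Of the off levels set before the values were read, the 10th percentile (1.78%, 120 genes) lies within range and the 2.5th percentile (1.17%, 79 genes) does not. Stopping and discontinuous genes made up 1.84%, where the paper gives 3.8%, with 2.78% at the 10th percentile, within range, and 1.2% at the 2.5th, outside it.

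Genes switched on numbered 273, where the paper's conclusions give 700, with 169 and 422 at the 2.5th and 10th percentile, both outside the range. Genes switched off made up 5.66% of genes, where the paper gives 900 genes, with 3.64% at the 2.5th and 8.3% at the 10th percentile, where 900 of 6,734 genes lie outside both ranges.

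The deposited table holds 16,339 transcripts, where the paper counts 12,015 as expressed.

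Multilevel genes numbered 37, where the paper gives 93. A variance limit of -1 gave 74, within range, while a ratio limit of 0.2 (21) or 0.4 (53), residuals about the lowess line (27) and the most intense transcript per gene (39) lie outside. No setting run here reached the paper's value.

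Of test sets built from the training transcripts of the other direction, 113 of 114 decreasing and 105 of 105 increasing transcripts had less variance in the new order, where the paper states that all of its test genes did. The paper describes relatively more starting points early and more stopping points late, from a histogram of discontinuous genes. Among these, 14% of starting points lay before the midpoint here and 22% of stopping points after it. At the 2.5th percentile the shares were 17% and 47%, and at the 10th they were 10% and 16%. The paper took an off level for each gene from its probes called not present. Here 10.46 log2 units served all genes, above the median level of discontinuous starting (10.18) and stopping genes (10.42). That can by itself place starts late and stops early, so these shares do not test the paper's description. Over all starting and stopping genes the shares were 47% (40 to 54) and 45% (39 to 51), where both intervals hold 50% and show no direction, while 64.3% of stopping points lay late at the 2.5th percentile. At the 10th, 44% (38 to 49) of starting points lay early and 35.5% (30.9 to 40.3) of stopping points late. The paper names fabp1b.2 as the gene that rises fastest, by a rate corrected for starting and stopping position, whereas by the uncorrected linear slope, another measure, it ranked 10 with 2.4 fold per hour, behind her9 with 2.82. Of constant genes 0 reach the off level before spawning at the steepest linear slope found here, where the paper places many there. The spread of PC2 narrowed as in the paper over all embryos (SD 9.55 to 7.00, permutation p 0.0066), but about spawn means it was 2.37 early and 2.56 late.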

Other observations

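The tests of wrong labels, segregation, neighbouring genes, batch, day and regroupings were written down before their results were seen, whereas the windows of 7.5 and 5 points, the levels on residuals, the nearest spawn profiles, the regrouping of wholly wrong labels and the likeness between spawns were chosen only after the results were seen.

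Many genes of cell death fell and stress genes went both ways. In the list of p53 and apoptosis genes 8 of 13 fell and 0 rose, with the stress sensor genes gadd45aa falling by 0.31 (SE 0.04) and sesn1 by 0.30 (SE 0.03) log2 units per 60 positions (limma camera adjusted p 0.137, n = 179). In the stress list 5 of 15 rose and 5 fell, with hspb1 at slope 0.37 (SE 0.06) and fos at slope -0.42 (SE 0.05; limma camera adjusted p 0.678). Of 12 histone genes 6 rose, the linker histone gene h1f0 among them (slope 0.71, SE 0.04), and 1 fell (limma camera adjusted p 0.0893). Of 28 DNA replication genes 7 rose and 8 fell, with mcm6 at slope 0.31 (SE 0.03) and pold3 at slope -0.38 (SE 0.03; limma camera adjusted p 0.602).

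Dorsal and ventral patterning lists had members moving both ways. Of 18 organizer genes 10 rose, foxa2 and hesx1 among them (slopes 0.73 and 0.82, SE 0.04 each), and 6 fell (limma camera adjusted p 0.264). Of 13 ventral and BMP genes 8 rose, msxb among them (slope 0.82, SE 0.03), and 3 fell, drl among them (slope -0.62, SE 0.04; limma camera adjusted p 0.0601). Of 13 Fgf genes 5 rose, fgfr4 among them (slope 0.24, SE 0.01), and 2 fell, with fgf17 at slope -0.38 (SE 0.02; limma camera adjusted p 0.527). Of 9 genes of pluripotency and zygotic genome activation 4 rose and 5 fell, mych among them (slope -0.24, SE 0.02; limma camera adjusted p 0.866). Of 3 blood and vessel genes 2 fell, cxcr4b among them (slope -0.42, SE 0.02; limma camera adjusted p 0.16), of 3 muscle and heart genes 1 rose (myf5, slope 0.70, SE 0.02; limma camera adjusted p 0.167), and of 2 Hox genes 1 rose (hoxb1b, slope 0.63, SE 0.05), too few for a set test.

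Where embryos depart from the level of their spawn, those whose labels are not settled did so in 34.14% of calls and settled embryos in 26.24%, a ratio of 1.301 (permutation p 0.0028; 5.63 for ENSDARG00000003371), where wholly wrong labels would give a median of 1.72 (1.545 to 1.888) and could not reach the bound of 2 set beforehand. The median of 1.72 assumes all 27 labels wrong, and no draw had only part of them wrong. By whole profile 14 of the 27 (51.85%) lay nearest to their labelled spawn, against 140 of 152 settled embryos (92.1%, Fisher p 1.9e-06). The 13 pairs with the same embryo number and spawn label had a median r of -0.0373, against 0.253 for samples of the same spawn. Both results argue against all 27 labels being right. Wrong labels of the 27 do not account for the 26.24% of departures among settled embryos. In 262 sets of a spawn and a gene with both levels, 71.37% had a share of low embryos within 10 points of 25, 50 or 75 percent (61 to 72.52 for even shares, 74.81 to 84.35 for segregation), 55.34% within 7.5 points (39.31 to 51.91 and 49.62 to 61.83) and 38.93% within 5 points (25.57 to 37.02 and 33.59 to 45.04). Some of these 37 genes only rise steeply, and in 184 sets of the 27 genes with levels on residuals the shares were 69.57% (60.33 to 73.37 and 73.91 to 84.78), 52.17% (38.59 to 52.17 and 47.83 to 62.5) and 37.5% (25 to 38.04 and 32.07 to 46.2), so segregation stays open. Of the paper's 93 multilevel genes, 80 of which could be placed, those at most 50 genes apart by the GRCz12tu gene order had a median absolute r within spawns of 0.325 (22 pairs; rab40c and nubp1 0.80), 3.42 times that of pairs on different chromosomes (0.0951, 3,030 pairs), which is consistent with linked parental variants.

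The effect of spawn over all genes could reflect parents, collection day or handling. With slide and amplification block in the model, 95.63% of the 5,786 genes stayed, so these batches are unlikely to account for it. Pairs of spawns from the same day gave 256.5 times as many genes as permuted labels did on average, so day alone is an unlikely cause. In 100 regroupings the true spawns gave 5,786 genes and the highest other 3, and within days 1,520 against 149 (spawns 1 and 2), 1,947 against 253 (4 and 5), 786 against 70 (6 and 7) and 952 against 363 (8 and 9), so chance can be excluded. Spawns of 1 day were on average more alike than others (r 0.452 for spawns 8 and 9, 0.231 for 6 and 7, 0.157 for 4 and 5 and -0.144 for 1 and 2; mean 0.174 against -0.158, p 0.013 over 945 pairings). Spawns 1 and 5, of different days, had an r of 0.422, above every same-day pair but spawns 8 and 9. Parents, conditions of each clutch and day may all contribute.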
